# Genome-wide comprehensive analysis of transcriptomes and small RNAs offers insights into the molecular mechanism of alkaline stress tolerance in a citrus rootstock

**DOI:** 10.1038/s41438-018-0116-0

**Published:** 2019-03-01

**Authors:** Juxun Wu, Junying Cao, Mei Su, Guizhi Feng, Yanhui Xu, Hualin Yi

**Keywords:** Abiotic, Plant hormones

## Abstract

Alkaline stress has serious-negative effects on citrus production. Ziyang xiangcheng (*Citrus junos* Sieb. ex Tanaka) (Cj) is a rootstock that is tolerant to alkaline stress and iron deficiency. Trifoliate orange (*Poncirus trifoliata* (L.) Raf.) (Pt), the most widely used rootstock in China, is sensitive to alkaline stress. To investigate the molecular mechanism underlying the tolerance of Cj to alkaline stress, next-generation sequencing was employed to profile the root transcriptomes and small RNAs of Cj and Pt seedlings that were cultured in nutrient solutions along a three pH gradient. This two-level regulation data set provides a system-level view of molecular events with a precise resolution. The data suggest that the auxin pathway may play a central role in the inhibitory effect of alkaline stress on root growth and that the regulation of auxin homeostasis under alkaline stress is important for the adaptation of citrus to alkaline stress. Moreover, the jasmonate (JA) pathway exhibits the opposite response to alkaline stress in Cj and Pt and may contribute to the differences in the alkaline stress tolerance and iron acquisition between Cj and Pt. The dataset provides a wealth of genomic resources and new clues to further study the mechanisms underlying alkaline stress resistance in Cj.

## Molecular biology: Rooting out alkaline resistance mechanisms in citrus trees

The ability of citrus trees to tolerate alkaline soils may hinge upon plant hormones called auxins which regulate root growth. The discovery could aid the development of more resilient rootstocks. Alkaline stress, caused by e.g. industrial run-off, is a growing problem worldwide because it reduces the growth and survival of crops – including the most widely used citrus rootstock in China, Poncirus trifoliata. To better understand the mechanisms underpinning tolerance to soil alkalinity, Hualin Yi at Huazhong Agricultural University in Wuhan, China, and colleagues used next-generation sequencing to profile the transcription products of P. trifolata seedlings and those of an alkaline-tolerant rootstock, Ziyang xiangcheng, when they were grown in three different nutrient solutions. Auxin homeostasis appears to be a key element of citrus adaption to alkaline stress, they found - probably by encouraging lateral root branching.

## Introduction

Saline–alkaline soils are widespread throughout the world, limiting agricultural productivity globally^1–3^. Of the ~831 million ha of saline–alkaline soils, more than half are alkalinized^4,5^. Under alkaline stress, most plants cannot survive because of the high pH. Alkaline stress has a much stronger inhibitory effect on plant growth than salt stress^2,3,6^. However, research examining the effect of alkaline stress on plants and the adaptation mechanism of plants to alkaline stress are much scarcer than research on salt stress^2,7^. Thus, elucidation of the molecular mechanisms of plant responses to alkaline stress is urgently needed.

The root is an organ for the uptake and transport of water and nutrients, and it is also the first organ that perceives soil stresses. Root branching through lateral root (LR) formation is important for the root system to cope with various abiotic stresses^8,9^. Many studies have revealed that auxin acts as an integrator of many endogenous and exogenous signals for lateral root development regulation^9^. For instance, cytokinin (CK) inhibits LR formation by reducing auxin transport mediated by PIN1^10^ and by upregulating *MIZ1*^11^, a gene involved in the hydrotropism that reduces auxin accumulation in the roots. ABA can inhibit LR formation by upregulating miR393, which can suppress the expression of the TIR1/AFB auxin receptor^12^. Shkolnik-Inbar and Bar-Zvi^13^ have shown that ABA and CK inhibit LR formation by upregulating the *ABI4* transcription factor via reducing polar auxin transport, leading to a reduction in LR development. In addition, many nutrients also influence LR development by interfering with the auxin pathway, such as nitrates^14^, potassium^15^, and phosphate^16^.

Jasmonate (JA) is a significant signaling substance that is involved in plant responses to several abiotic and biotic stresses, such as drought stress, salt stress, wounding (mechanical stress), and pathogen infection^17^. JA is also involved in the regulation of developmental processes, including root growth, pollen production and senescence^18^. Many studies have shown that JA plays a positive role in salt stress responses in plants^19–25^. However, few studies have examined the role of JAs in response to alkaline stress compared with those on salt stress. Recently, Zhu et al.^26^ reported that TIFY10 proteins, which are JAZ proteins, positively regulate plant alkaline stress responses. A similar result was obtained by Zhu et al.^27^, who reported that the overexpression of *GsJAZ2* in Arabidopsis results in enhanced plant tolerance to salt and alkaline stress. In addition, JAs play important roles in root growth regulation. In Arabidopsis, treatment with JA can inhibit primary root growth^28^, whereas JA promotes lateral root formation at submicromolar concentrations by directly inducing the auxin biosynthesis gene *ASA1* and/or by modulating the PIN2 protein^29,30^. Raya-Gonzalez et al.^31^ also showed that low concentrations of JA inhibit primary root growth and promote lateral root formation in Arabidopsis seedlings. In rice, RSS3 interacts with the JA pathway to play a significant role in the regulation of root cell elongation under stressful conditions^32^.

Generally, alkaline stress accompanies iron deficiency. Iron is required for essential everyday processes in plants and is abundant in most soils. However, most iron exists as Fe^3+^ hydroxides, which are only somewhat soluble at neutral pH. The release of protons from roots increases the solubility of the Fe^3+^ hydroxides around the rhizosphere. The Fe^3+^ is reduced to Fe^2+^ by FRO2^33^, which was the rate-limiting step for iron acquisition from the soil^34^. Iron is then transported into the root epidermal cells by IRT1^35,36^. The FER-LIKE IRON DEFICIENCY-INDUCED TRANSCRIPTION FACTOR (FIT) plays a central role in upregulating the root-expressed genes involved in iron acquisition, which regulates *FRO2* at the transcription level and IRT1 at the protein level^37^. Indeed, a *fit* Arabidopsis mutant fails to take up iron and develops a lethal Fe deficiency, leading to leaf chlorosis^38^.

Citrus is one of the most important economic fruit crops worldwide. Grafting is the most important reproduction mode for citrus in the production industry. Moreover, rootstocks are significant for scions in citrus and can influence the fruit quality, canopy size, and resistance, among other aspects^39^. Ziyang xiangcheng (*Citrus junos* Sieb. ex Tanaka) (abbreviated Cj) is a special citrus germplasm native to China that is widely used as an iron-deficiency tolerant and alkaline-tolerant citrus rootstock in areas of China with calcareous soil. Trifoliate orange (*Poncirus trifoliata* (L.) Raf.) (abbreviated Pt) is the most widely used rootstock in China. However, Pt is sensitive to alkaline stress. Scions grafted on Pt show nutritional deficiency and growth retardation phenotypes in calcareous soil. However, little is known about the molecular mechanism underlying the differences in phenotypes between Cj and Pt regarding alkaline stress. Thus, in this study, the seedlings of Cj and Pt cultured in different pH nutrient solutions were used to perform comparative analyses, including assessments of the transcriptomes and small RNAs.

## Results

### Difference between Cj and Pt grown hydroponically with different pH gradients

After 8 weeks of culture in nutrient solutions of different pH (6.5, 8.0, and 9.5), Cj and Pt showed different performances. As shown in Fig. 1a, b, the lengths of the stems and roots were markedly decreased in both Cj and Pt under extremely alkaline conditions (pH 9.5). At pH 6.5, the lengths of the total roots and stems did not differ between the Cj and Pt, but the number of lateral roots and total root surface area of the Cj were significantly increased compared with those of the Pt (Fig. 1b). As the pH value increased, the root architecture was altered in both Cj and Pt, and the differences gradually increased between Cj and Pt, including the total root and stem lengths, total root surface area and number of lateral roots (Fig. 1b). In particular, the number of lateral roots of Cj was much higher than that of Pt (approximately fourfold higher at pH 8.0 and pH 9.5) (Fig. 1a, b).

**Fig. 1:**
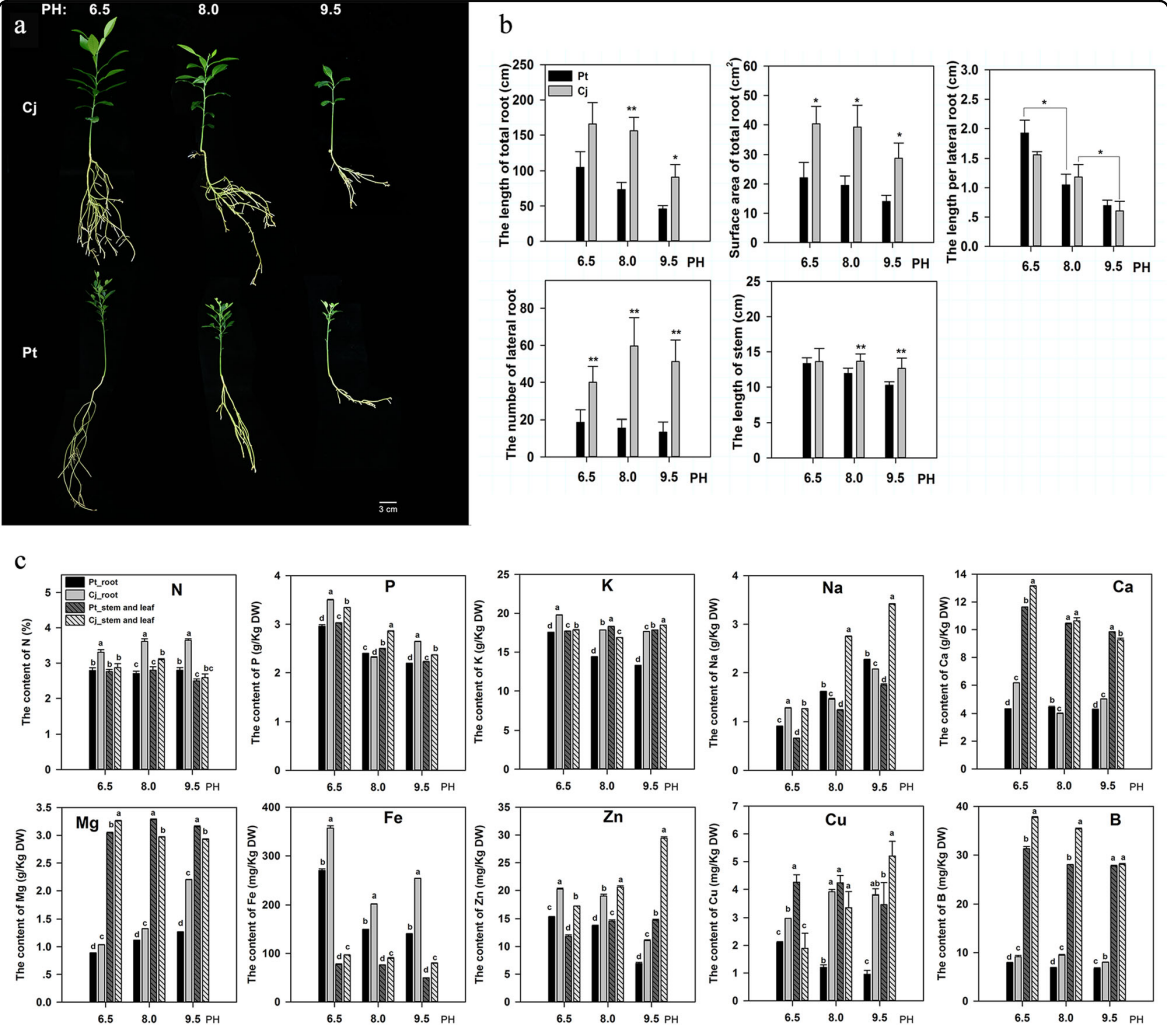
Phenotypic characterization of seedlings of Cj and Pt cultured in solutions along a pH gradient. **a** The morphological differences between Cj and Pt along a pH gradient **b** and the trends of several mineral element levels in the root, stem and leaf of Cj and Pt along a pH gradient **c**. In this figure, the samples are named “Sample_tissue.”. Pt_root indicates the root tissue of Pt. Bars represent the standard error (*n* = 3). A single asterisk (*) represents statistically significant differences (*P* < 0.05), and double asterisks (**) represent highly statistically significant differences (*P* < 0.01), analyzed using Student’s *t*-test. Lowercase represents statistically significant differences (*P* < 0.05), analyzed using one-way ANOVA

The mineral elements in Cj and Pt were also measured. As shown in Fig. 1c, the contents of all of the mineral elements exhibited significant differences between Cj and Pt in the root tissue and mixed tissue (stem and leaf) under all three conditions. In the root tissue, the levels of most mineral elements exhibited a decreasing trend as the pH increased, with the exception of Cu, Na, and Mg, and the trend curves of the mineral elements were similar for the Cj and Pt. The Na and Mg levels increased as the pH value increased. The Cu levels increased with increasing pH in Cj, whereas they decreased in Pt (Fig. 1c). Notably, the Fe levels in both tissues of the Cj were much higher than those in the Pt under all three conditions, and the Fe levels in both the Cj and Pt markedly decreased under alkaline stress (Fig. 1c).

### Global analysis of root transcriptomes, small RNAs, and degradomes of Cj and Pt

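The RNA-seq libraries came from roots of Ziyang xiangcheng (Cj) and trifoliate orange (Pt) grown for 8 weeks at pH 6.5, 8.0 or 9.5. Each of the 6 groups has 3 biological replicates of 3 seedlings each, so 18 libraries were used. The values are the FPKM that the authors calculated for each gene of the *C. sinensis* genome. For the tests they were put on the log2 scale after adding a pseudocount of 0.5. A log2 fold change of a gene of low expression is therefore closer to 0 than the ratio of its FPKM. Genes with at least 1 FPKM in at least 3 of the libraries fitted were tested with limma, 2-sided, and were called changed at a Benjamini-Hochberg adjusted p under 0.05. The pH comparisons were fitted within each rootstock on its 9 libraries, with 17160 genes tested in Cj and 16304 in Pt. Comparisons of Cj with Pt at one pH, and of their responses to pH, were fitted on all 18 libraries with 17996 genes tested. A positive fold change of Cj against Pt means higher expression in Cj. Gene names that are not in the text of the paper or its Table 1 come from the best protein match in other species given in its supplementary tables.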

To investigate the underlying molecular changes that accompanied the morphological and physiological changes described above, we used RNA-seq to generate transcriptome, small RNA and degradome profiles of the root tissues of Cj and Pt. All sequencing data are summarized in Supplementary Table S1. 

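By the paper's read totals, 25721034 to 32526612 reads per library (median 27625530) mapped to the genome in Cj and 19638510 to 27510352 (median 22811104) in Pt. That is 60.8% to 63.3% of the clean reads in Cj. In Pt the share was 44.6% to 45.6% at pH 6.5, 48.3% to 50.3% at pH 8.0 and 44.5% to 45.7% at pH 9.5. Reads mapped to more than 1 place made up 3.43% to 4.07% of the mapped reads in Cj and 4.36% to 6.08% in Pt. The 10 genes with the highest expression took 9.71% to 13.2% of the FPKM of a library in Cj. In Pt they took 15.0% to 25.8%, with the highest share at pH 9.5. FPKM values carry no read count per gene, so no counting interval is given for single genes.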

Regarding the transcriptomes, after the low-quality reads had been removed, 40–55 million clean reads per sample were mapped against the *Citrus sinensis* reference genome^40^ (Supplementary Table S1). The correlation dendrogram illustrates the global relative relationships among the 18 transcriptomes (Fig. 2a). All three biological replicates clustered together, indicating good repeatability of the RNA-seq data. 

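Replicates of the same group had a Pearson correlation of 0.990 to 0.995 (median 0.991, 18 pairs) on the log2 scale across the genes. Libraries of the same rootstock at another pH correlated at 0.976 to 0.990 (median 0.985, 54 pairs). All 6 groups formed a cluster of their own. The margin was smallest in Pt at pH 6.5, where the lowest correlation between replicates was 0.99001 and the highest to a library at another pH was 0.99027. In Cj at pH 6.5 these were 0.99092 and 0.98634. The correlations are across genes, which are not independent replicates.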

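Between a Cj and a Pt library the correlation across genes was 0.911 to 0.925 (median 0.919, 81 pairs), below every correlation between libraries of the same rootstock. Rootstock separated the libraries more strongly than pH did on this measure.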

The Cj and Pt samples were clustered together, respectively (Fig. 2a). A total of 28,470 genes were identified in these six samples (Supplementary Table S2). 

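The deposited table holds 28470 genes, of which 443 carry the name newGene and lie outside the genes of the reference annotation. In at least 1 of the 18 libraries 22093 genes had an FPKM above 0. With a mean of at least 1 FPKM in at least 1 group there were 18104.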

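Genes with an FPKM above 0 in at least 1 of the 3 replicates numbered 20674, 20480 and 20547 in Cj at pH 6.5, pH 8.0 and pH 9.5, and 19457, 19467 and 19348 in Pt. With a mean of at least 0.1 FPKM in the group they numbered 19461, 19293 and 19383 in Cj and 18283, 18245 and 18217 in Pt. Among the genes found in a single rootstock, with at least 1 FPKM in all of its libraries and listed at 0 in all of the other, 239 were found in Cj and 40 in Pt.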

Between 19,348 (Pt3) and 20,674 (Cj1) genes were detected in each sample (Fig. 2b). In total, 18,019 genes were common among all six samples (Fig. 2b, Supplementary Table S2).

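With a mean of at least 0.1 FPKM in each group, 16925 genes were common to the 6 groups, and with a mean of at least 1 FPKM 14699 were. Above 0 in each group there were 18019.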

**Fig. 2:**
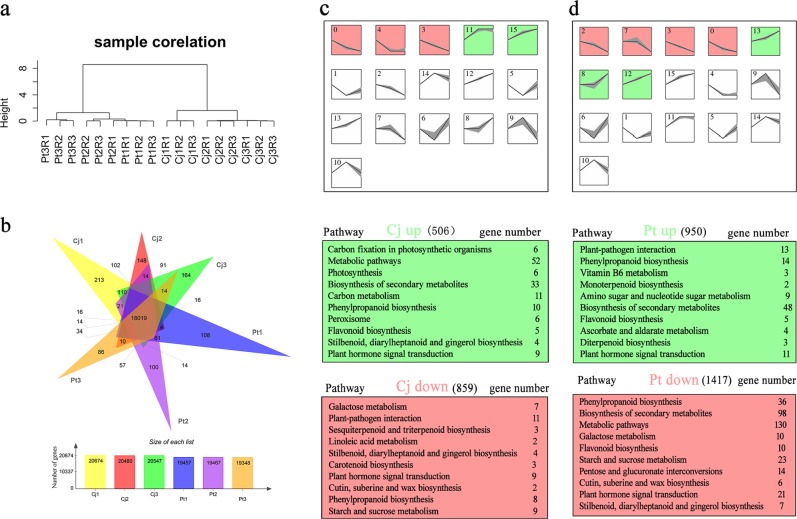
Analysis of global gene expression in Cj and Pt. **a** Cluster dendrogram depicting the global relationships between biological replicates and among different samples. In this figure, samples are named as “Cultivar_pH condition_replicate.” Cj1R1 indicates Cj_pH 6.5_Replicate 1. **b** Venn diagram depicting the number of commonly and uniquely expressed genes among the six samples. **c** Model profiles of genes in Cj along a pH gradient generated by the STEM clustering algorithm and top 10 enriched KEGG pathways of the Cj up and Cj down cluster profiles. **d** Model profiles of genes in Pt along a pH gradient generated by the STEM clustering algorithm and top 10 enriched KEGG pathways of the Pt up and Pt down cluster profiles. Each box corresponds to a model expression profile. The *X*-axis of each box from left to right is pH 6.5, pH 8.0, and pH 9.5. Colored model profiles contain a statistically significant number of assigned genes (*p*-value <0.05). Model profiles with the same color belong to the same cluster of profiles. The number in the top left corner indicates the model profile ID

For small RNAs, a total of 18 small RNA libraries were constructed for six samples. Each sample was assessed in the three biological replicates. In total, 11–26 million clean reads per replicate were obtained by RNA-seq (Supplementary Table S1). A search of the Rfam, Silva, GtRNAdb, and Repbase databases was used to remove structural RNAs (rRNAs, tRNAs, scRNAs, snRNAs, and snoRNAs). Unannotated sRNAs (4.3–16.4 million reads) were mapped to the *Citrus sinensis* genome and were used to identify known miRNAs and predict novel miRNAs by miRDEEP2^41^ based on the structure and expression criteria^42^ (Supplementary Table S1). In total, 49 known miRNAs and 52 novel miRNAs were identified in the Cj and Pt samples (Supplementary Table S8 and Figure S5).

To identify the target genes of the miRNAs, degradome sequencing^43,44^ was performed to experimentally validate the target genes of the miRNAs by capturing mRNA cleavage segments. To maximize the identification of the miRNA targets, we pooled RNA from Cj1, Cj2, and Cj3 into one Cj library and pooled RNA from Pt1, Pt2, and Pt3 into one Pt library. In total, 27.04 and 26.15 million clean reads were obtained from the Cj and Pt libraries, respectively (Supplementary Table S1). After removing miRNAs, structural RNAs and others, 16.06 and 15.88 million reads of the Cj and Pt, respectively, were mapped to the *Citrus sinensis* genome (Supplementary Table S1). The reads that mapped to the cDNA (the reads in the cDNA_sense category in Supplementary Table S1) were analyzed to detect candidate targets of miRNAs.

### Identification of temporal expression trends accompanying gradient alkaline stress

STEM^45^ was used to perform clustering to identify the different gene expression profiles across all three pH conditions in the gradient. After the STEM clustering algorithm was applied, 16 model profiles with 5 statistically significant model profiles (colored profiles) were identified in Cj, and 16 model profiles with 7 statistically significant model profiles were identified in Pt (Fig. 2c, d, Supplementary Table S3). Model profiles with the same color belonged to the same cluster of profiles. Therefore, two cluster profiles (an upregulated profile and downregulated profile) were identified in Cj and Pt, respectively (Fig. 2c, d). These four cluster profiles were named Cj up, Cj down, Pt up, and Pt down. A total of 506, 859, 950, and 1417 genes were clustered into the Cj up, Cj down, Pt up, and Pt down profiles, respectively (Fig. 2c, d). 

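In Cj, nicotianamine synthase (Cs4g03300), which makes a chelator that carries iron and other metals, went from 1.19 ± 0.542 FPKM at pH 6.5 (mean ± SD, n = 3 here and below) to 5.45 ± 0.647 at pH 8.0 and 17.2 ± 2.88 at pH 9.5. EID1-like F-box protein 3 (Cs5g31670) fell from 38.4 ± 3.24 to 12.7 ± 1.50 and 3.69 ± 0.494 FPKM (log2 fold change -3.22 at pH 9.5, SE 0.12). A pair of genes of the ethylene-responsive factor ERF017 fell as well, with log2 fold changes of -3.99 (Cs4g06410) and -3.75 (Cs4g07040). In Pt, PIRL6 (Cs4g04320) rose from 0.359 ± 0.130 to 2.51 ± 1.11 and 8.42 ± 1.25 FPKM. Protein NRT1/PTR FAMILY 7.3 (Cs1g02690), of a family of nitrate and peptide transporters, rose as well (log2 fold change 3.35 at pH 9.5, SE 0.24). Expansin-A1 (Cs3g26610), of the proteins that loosen cell walls, fell from 16.9 ± 1.26 to 8.31 ± 5.36 and 0.475 ± 0.416 FPKM. Glutaredoxin-C11 (Cs5g32560) was at 7.08 ± 0.532 FPKM at pH 6.5 and 0.249 ± 0.432 at pH 8.0, and was listed at 0 in all libraries at pH 9.5. A gene was counted as following a trend if it passed the test between pH 9.5 and pH 6.5 and its mean at pH 8.0 lay between the other means. By this rule 1130 genes went up and 1881 went down in Cj, and 1552 went up and 1592 went down in Pt. Under quantile normalization the split in Cj was 1917 up and 1509 down, whereas in Pt it was 1621 and 1527.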

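IAA14 (Cs1g13960), a repressor of auxin responses, fell between pH 6.5 and pH 9.5 in both rootstocks, in Cj from 83.7 ± 5.27 to 38.2 ± 3.18 FPKM. Of the 15544 genes tested in both, 191 went up in both and 281 went down in both, in total 472. If trends in Cj and Pt were independent, 103 and 171 would be expected. The count changed to 827 when the mean at pH 8.0 was not required to lie between the others.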

A Venn diagram revealed that only 157 genes exhibited common expression trends in Cj and Pt (Supplementary Figure S1a). This result revealed that large differences existed between Cj and Pt at the transcription level in response to alkaline stress.

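LOB domain-containing protein 41 (Cs7g26710) rose in Pt from 2.16 ± 0.420 to 18.8 ± 3.15 FPKM, and its response in Cj was lower by -5.01 on the log2 scale (Cj minus Pt, adjusted p = 8.8e-10). BON1-associated protein 2 (orange1.1t00313) fell in Cj from 133 ± 1.45 to 14.0 ± 3.17 FPKM, with a difference in response of -4.87. Trends of opposite direction were found for 420 genes. Of these, 315 went down in Cj and up in Pt against 167 expected if the trends were independent, and 105 went up in Cj and down in Pt against 105 expected. A test of the difference between the responses to pH 9.5 called 4163 genes, 1981 with a response higher in Cj and 2182 with one lower in Cj. Under quantile normalization it called 2363 higher and 1989 lower, so the larger share turned. Without the rule on pH 8.0 the opposite trends numbered 799. Of these, 491 went down in Cj and up in Pt against 283 expected and 308 went up in Cj and down in Pt against 224 expected. Genes of the same direction exceeded the expected number too, with 343 up in both against 212 and 484 down in both against 298. The excess was therefore not particular to opposite directions.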

These four gene sets (Cj up, Cj down, Pt up, and Pt down) were subject to KEGG pathway enrichment analysis (Supplementary Table S4). As shown in Fig. 2c, d, the top 10 over-represented KEGG pathways are listed. Notably, the “Phenylpropanoid biosynthesis” and “Plant hormone signal transduction” pathways were enriched in all four gene sets. 

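Of the phenylpropanoid genes the study listed from Cj, 7 of 27 tested genes rose and 4 fell (9 and 5 when adjusted over the list alone) in Cj at pH 9.5 compared with pH 6.5. In Pt at the same pH 5 of 21 tested genes rose and 4 fell (5 and 6 when adjusted over the list alone). The longer list of phenylpropanoid genes from Pt leaned down in Pt, where 12 of 49 tested genes rose and 22 fell (13 and 25 when adjusted over the list alone). This was adjusted p = 0.00744 from camera with the preset correlation, adjusted p = 0.287 with an estimated correlation. In Cj 7 of 46 tested genes rose and 6 fell (8 and 6 when adjusted over the list alone). Of 30 photosynthesis genes, markers of green tissue, 20 fell in Pt and 23 rose in Cj between pH 6.5 and pH 9.5. Here and below, these genes come from the study's pathway tables of genes it had called on these libraries. Their counts are therefore not independent evidence of a direction. For hormone signaling genes listed from Cj, 10 of 22 tested genes rose and 9 fell (12 and 9 when adjusted over the list alone) in Cj and 5 of 19 tested genes rose and 6 fell (5 and 6 when adjusted over the list alone) in Pt. For those listed from Pt, 12 of 31 tested genes rose and 15 fell (12 and 15 when adjusted over the list alone) in Pt and 9 of 29 tested genes rose and 9 fell (10 and 10 when adjusted over the list alone) in Cj. A list taken from the same rootstock was chosen on these libraries, so its counts are not independent evidence of a direction. Without Pt pH 6.5 replicate 2 or 3, 5 or 6 genes of the Pt phenylpropanoid list rose in Pt and 3 of the Cj list did. Without Cj pH 6.5 replicate 1 or Cj pH 9.5 replicate 2, 6 or 5 hormone genes of the Cj list rose in Cj, and without the latter 5 of the Pt list did; without Pt pH 6.5 replicate 2, 3 of the Cj list rose in Pt.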

Then, we used a heatmap to display the gene expression trends of the genes that were enriched in these two pathways (Supplementary Figure S2). As shown in Figure S2a, b, in the phenylpropanoid biosynthesis pathway, 22 peroxidase genes (22/50) were downregulated in Pt with increasing pH values, whereas only 4 peroxidase genes (4/18) were downregulated in Cj. 

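In Pt, Peroxidase 3 (Cs9g05130) was at 66.5 ± 26.2 FPKM at pH 6.5 and 17.2 ± 3.79 at pH 9.5 (log2 fold change -1.86, SE 0.42), and Peroxidase N1 (Cs7g20700) changed by -1.42. Class III peroxidases use hydrogen peroxide and, among other functions, couple lignin monomers in the cell wall. Of 10 genes named as peroxidases in the phenylpropanoid list from Pt, 5 fell in Pt at pH 9.5 compared with pH 6.5 and none rose (6 and none when adjusted over the list alone). In Cj 2 of these 10 fell and 1 rose. At pH 8.0 compared with pH 6.5, 8 of the 10 fell in Cj and 2 in Pt, and none rose in either. At pH 9.5 the difference between the responses was higher in Cj for 3 of them and lower for none. The genes were picked out of the list by name after their values had been seen, and the list itself was taken by the study from these libraries. The 10 are fewer than the peroxidases the paper counts in Pt. Only 1480 genes had a name here, and peroxidases without one are left out. The call of Peroxidase 3 ended without Pt pH 6.5 replicate 2 or 3 (log2 fold change -2.23 to -1.62 over the alternatives).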

In the plant hormone signal transduction pathway, many auxin signal transduction genes (14 genes in Pt and 10 genes in Cj) were enriched (Supplementary Figure S2c, d). In Pt, most auxin signal transduction genes (12/14) were downregulated. In contrast, one-half of the auxin signal transduction genes (5/10) were downregulated in Cj. These results indicate that peroxidase and auxin signal transduction genes may play significant roles in response to alkaline stress.

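*AUX22D* (Cs5g30390), an auxin-responsive gene of the Aux/IAA family, fell in Cj from 33.5 ± 1.12 FPKM at pH 6.5 to 13.1 ± 2.13 at pH 8.0 and 4.49 ± 0.471 at pH 9.5. Auxin-induced protein 15A rose by 1.79 on the log2 scale. Among hormone signaling genes listed from Cj, 10 carry an auxin name. Of the 8 that could be tested in Cj, 4 rose and 3 fell at pH 9.5 compared with pH 6.5, and of the 8 that could be tested in Pt, which are not all the same genes, 1 rose and 4 fell. Of the 7 genes with an auxin name in the list from Pt, 2 rose and 5 fell in Pt and 2 rose and 4 fell in Cj. These 7 are fewer than the auxin genes the paper counts in Pt. Only 1480 genes had a name here, and auxin genes without one are left out. The choice by name was made after the values had been seen, and each list was made by the study from the libraries of its rootstock.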

In addition, we identified transcription factors (TFs) in these four profiles. In total, 66 and 97 TFs were identified in Cj and Pt, respectively (Supplementary Figure S1b, c, Table S3). Among these TFs, the number of ERF family TFs was considerably greater compared with the number of TFs in the other families (Supplementary Figure S1b, c). Moreover, 24 TFs were identified both in Cj and Pt (Supplementary Table S3). As shown in Supplementary Figure S1d, the expression trends of most of these 24 TFs differed between Cj and Pt. Dynamic expression changes associated with these TFs may reveal their key functions. For example, *MYC2* (orange1.1t01021), *GBF4* (orange1.1t01148), *WRKY46* (orange1.1t00472), and *ZAT12* (Cs8g17960) were specifically downregulated in Cj and upregulated in Pt as the pH value increased (Supplementary Figure S1d, Table S3). 

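*ZAT12*, a zinc finger gene that responds to oxidative and other stresses, fell in Cj from 453 ± 24.5 FPKM at pH 6.5 to 123 ± 4.81 at pH 8.0 and 77.7 ± 16.0 at pH 9.5, and in Pt went from 79.2 ± 22.4 to 78.6 ± 12.6 and 215 ± 22.9 (mean ± SD, n = 3). *WRKY46* went from 225 ± 15.3 to 83.4 ± 7.54 FPKM in Cj and from 113 ± 22.6 to 266 ± 0.827 in Pt between pH 6.5 and pH 9.5. *GBF4*, a bZIP factor of ABA signaling, changed by -1.14 in Cj (SE 0.081) and by 0.98 in Pt (SE 0.13) on the log2 scale. *MYC2*, the central transcription factor of the JA response, changed by -1.23 in Cj (SE 0.068) and 0.89 in Pt (SE 0.099). Each of these changes between pH 6.5 and pH 9.5 passed the test within its rootstock, and the differences between the rootstocks passed it as well, from -4.03 for *ZAT12* to -2.12 for *MYC2*.

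**Figure D1:**
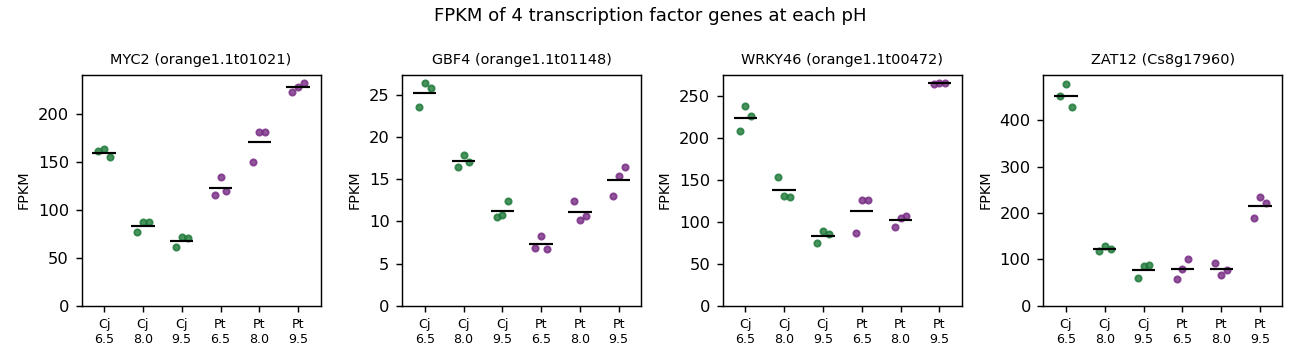
FPKM of *MYC2*, *GBF4*, *WRKY46* and *ZAT12* (y axis of each panel) at pH 6.5, pH 8.0 and pH 9.5 in Cj and Pt (groups along the x axis). Points are the 3 replicates of each group and black lines their means. The mean of *ZAT12* goes from 453 to 77.7 in Cj and from 79.2 to 215 in Pt.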

Notably, *MYC2* is a key gene in JA signal transduction. This finding indicates that JA signaling may also be involved in response to alkaline stress.

### Analysis of transcriptomic changes in response to alkaline stress

As alkaline stress increased, the phenotypes were largely altered in both Cj and Pt. Simultaneously, the transcriptome profiles of Cj and Pt were also significantly altered. 

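ZIP10 (Cs2g10720), a zinc transporter gene, rose in Cj from 1.29 ± 0.554 FPKM at pH 6.5 to 9.05 ± 0.748 at pH 8.0 and 68.1 ± 1.93 at pH 9.5. The nitrate transporter gene *NRT2.6* (Cs8g16000) went from 0.0557 ± 0.0632 FPKM at pH 6.5 to 7.29 ± 2.05 at pH 9.5, while at pH 8.0 it was at 0.0665 ± 0.0583. A low temperature-induced protein, lt101.2 (Cs7g27685), changed by -3.11 on the log2 scale (SE 0.65), a call that ended without Cj pH 9.5 replicate 1 (range of the log2 fold change over the alternatives -3.54 to -2.88). Among genes with no name, orange1.1t05863 rose by 3.32 and Cs3g17890 changed by -3.08. In Cj, 3963 genes changed between pH 8.0 and pH 6.5 (1783 higher, 2180 lower), 4344 between pH 9.5 and pH 6.5 (1841 higher, 2503 lower) and 1094 between pH 9.5 and pH 8.0 (354 higher, 740 lower). Of the genes called, 42.4% were higher between pH 9.5 and pH 6.5 and 32.4% between pH 9.5 and pH 8.0, and under quantile normalization 56.7% and 44.9%. Between pH 8.0 and pH 6.5, 45.0% were higher, and 52.9% under quantile normalization. At an adjusted p under 0.01 and an absolute log2 fold change of at least 1, the counts were 406, 546 and 63. Of the 63 genes between pH 9.5 and pH 8.0, 48 were higher and 15 lower, so the larger share turned. Fitted on all 18 libraries, the count between pH 9.5 and pH 8.0 was 518. It was 606 and 631 without Cj pH 8.0 replicate 2 or 3, and 727, 647 and 693 without Cj pH 9.5 replicate 1, 2 or 3.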

In Cj, 503, 681, and 106 DEGs (differentially expressed genes) were identified in the Cj1 vs. Cj2, Cj1 vs. Cj3, and Cj2 vs. Cj3 comparison groups, respectively (Fig. 3a). 

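In Pt, chitinase 4 (orange1.1t03118), of a class of enzymes that act against fungi, was listed at 0 in all libraries at pH 6.5 and stood at 18.8 ± 24.3 FPKM at pH 9.5, where replicate 1 was at 46.8 FPKM (log2 fold change 4.45, 3.39 without Pt pH 9.5 replicate 1 and 6.69 with a pseudocount of 0.1). XTH23 (Cs4g03145), an enzyme that remodels xyloglucan in cell walls, rose from 3.23 ± 1.71 to 9.84 ± 3.01 and 30.6 ± 12.4 FPKM. The proline-rich protein DC2.15 (Cs3g08990) was at 11.2 ± 4.39 FPKM at pH 6.5 and listed at 0 in all libraries at pH 9.5. An F-box protein gene (Cs2g02850) changed by -3.24 on the log2 scale (SE 0.45). Feruloyl CoA ortho-hydroxylase 1 (Cs9g02930), which makes the iron-mobilizing coumarin scopoletin, rose by 3.07 (SE 0.82), but did not pass without any one of the Pt pH 6.5 replicates 1, 2 and 3 (log2 fold change 2.06 to 3.59 over the alternatives). Among genes with no name, Cs9g14380 rose by 5.16, and Cs8g12730 and Cs4g09170 changed by -4.91 and -4.38. The counts in Pt were 466 genes between pH 8.0 and pH 6.5 (136 higher, 330 lower), 4063 between pH 9.5 and pH 6.5 (1983 higher, 2080 lower) and 2520 between pH 9.5 and pH 8.0 (1359 higher, 1161 lower). With an adjusted p under 0.01 and an absolute log2 fold change of at least 1 these became 35, 848 and 413. Between pH 8.0 and pH 6.5 the count was 205 and 150 without Pt pH 6.5 replicate 2 or 3. It was 156 and 110 without Pt pH 8.0 replicate 2 or 3. Without replicate 1 the count was higher, at 586 for Pt pH 6.5 and 490 for Pt pH 8.0. Fitted on all 18 libraries it was 1436. Between pH 9.5 and pH 8.0 it was 1573 and 1607 without Pt pH 8.0 replicate 2 or 3, 1517 without Pt pH 9.5 replicate 2, and 4095 on all 18 libraries.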

In Pt, 98, 996, and 496 DEGs were identified in the Pt1 vs. Pt2, Pt1 vs. Pt3, and Pt2 vs. Pt3 comparison groups, respectively (Fig. 3c). The smallest difference was noted between the Cj2 and Cj3 transcriptomes as well as between the P1 and Pt2 transcriptomes. This result suggests that Cj responds to alkaline stress more quickly than Pt.

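The lowest counts in the 6 pH comparisons were 466 genes between pH 8.0 and pH 6.5 in Pt and 1094 between pH 9.5 and pH 8.0 in Cj. Photosystem II 22 kDa protein (Cs3g19650) showed the same order of steps, with 10.8 ± 0.502, 43.0 ± 2.06 and 31.1 ± 2.23 FPKM in Cj at the 3 pH values. Ferritin-1 (Cs6g09150), an iron storage protein, showed it in Pt, with 69.3 ± 7.42 FPKM at pH 6.5, 74.4 ± 12.4 at pH 8.0 and 8.59 ± 1.04 at pH 9.5. Other genes had the opposite order. In Cj the mean of *FRO2* rose mostly between pH 8.0 and pH 9.5. In Pt the mean of *ZAT11* fell mostly between pH 6.5 and pH 8.0.

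**Figure D2:**
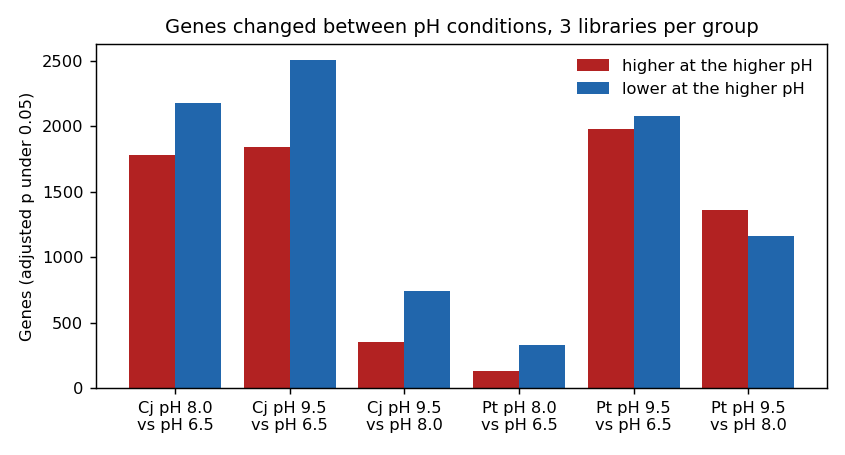
Number of genes with an adjusted p under 0.05 (y axis) in each of the 6 pH comparisons (x axis), fitted within each rootstock on 9 libraries. Red bars count genes higher and blue bars genes lower at the higher pH. The bars are lowest for Pt at pH 8.0 against pH 6.5 (136 higher and 330 lower).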

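Between pH 8.0 and pH 6.5, the difference between the response of Cj and that of Pt passed the test for 2039 genes. *ZAT12* had changed by -1.88 in Cj at pH 8.0 (SE 0.13), against 0.02 in Pt (SE 0.20), and *ARR5* (Cs5g04810), a response regulator of cytokinin signaling, by 0.75 in Cj. Of the genes tested in both rootstocks, 53 were higher in both at pH 8.0 and 59 were lower in both, while 129 were higher in Cj and lower in Pt and 25 the reverse. If the calls were independent, 14.6, 41.1, 34.6 and 17.4 would be expected in this order. Among the 30 photosynthesis genes, 24 rose in Cj at pH 8.0 and 17 fell in Pt. From the small differences between pH 9.5 and pH 8.0 in Cj and between pH 8.0 and pH 6.5 in Pt, the paper proposes that Cj answers alkaline stress faster. All plants were sampled after 8 weeks, so the time course of the response was not measured.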

**Fig. 3:**
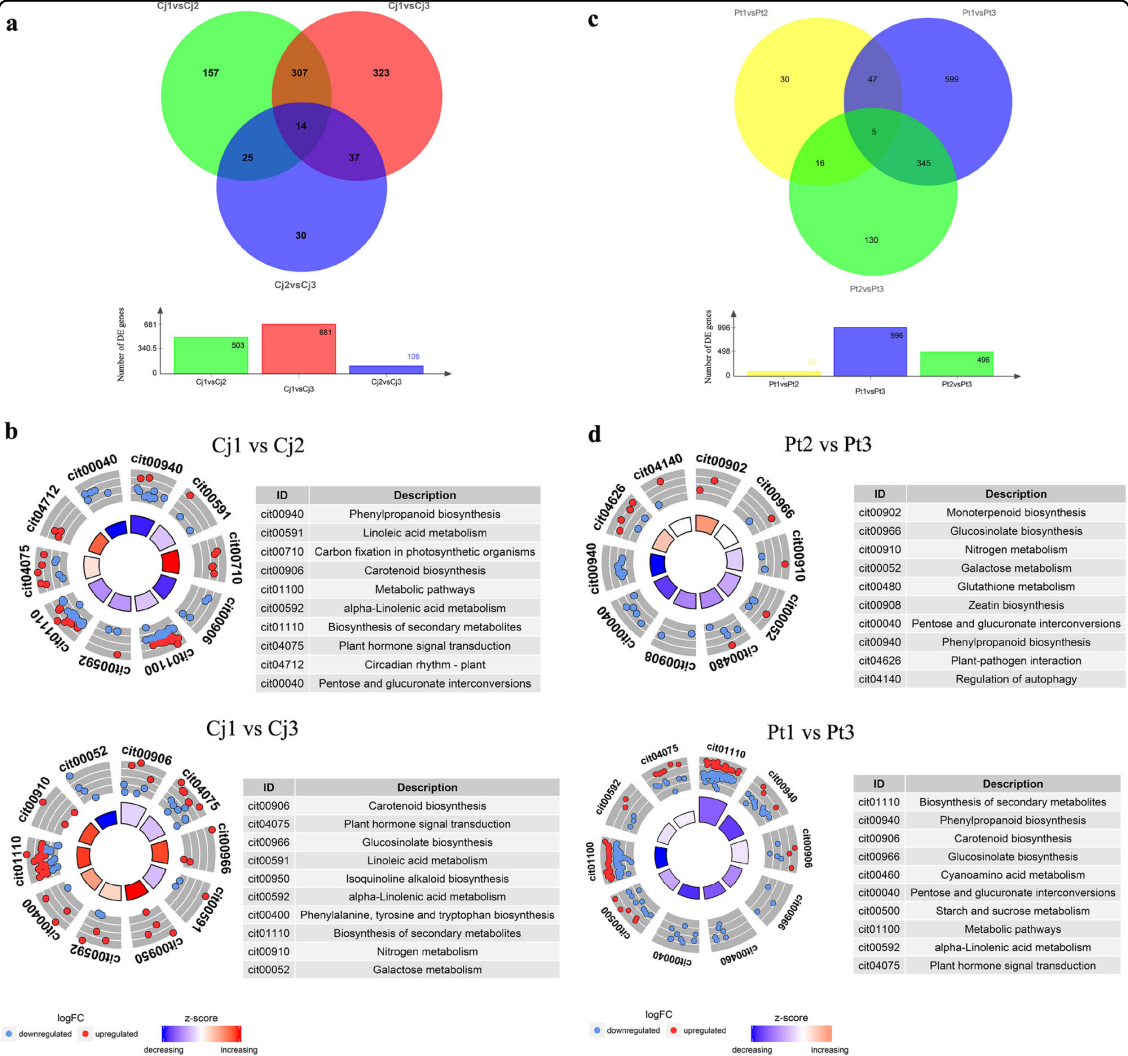
Differential expression genes of Cj and Pt among the different pH conditions. Venn diagrams depicting the number of common and unique DEGs among the different comparison groups in Cj **a** and Pt **c**, and the circular visualization of the KEGG pathway enrichment results of DEGs from different comparison groups in Cj **b** and Pt **d**. In Sample1 vs. Sample2, Sample1 serves as the control group. The term logFC means log_2_(FPKM_Sample2/FPKM_Sample1). The *Z*-score is an easily calculated value that provides a hint regarding the pathway that is more likely to be decreased (negative value, blue color) or increased (positive value, red color). DEG differentially expressed gene

To further characterize the significant roles of Cj and Pt in response to alkaline stress, the DEGs of these six comparison groups of Cj and Pt were used to perform GO-based term and KEGG-based pathway enrichment analyses (Supplementary Tables S6 and S7). Because the number of enriched pathways in Cj2 vs. Cj3 and P1 vs. Pt2 was minimal, the pathways enriched in the other four comparison groups were used to identify important pathways. The top 10 most enriched pathways and the DEGs distributed in these pathways were visualized using the GOplot package^46^ (Fig. 3b, d). 

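Chalcone synthase 2 (Cs2g14720), the first enzyme of flavonoid synthesis, rose in both rootstocks, from 92.4 ± 14.4 to 188 ± 8.78 FPKM in Cj and from 9.42 ± 1.50 to 64.8 ± 13.3 in Pt between pH 6.5 and pH 9.5. Trehalose-phosphate phosphatase D (Cs3g18450) fell by -1.70 on the log2 scale in Cj and rose by 1.63 in Pt. The large subunit of glucose-1-phosphate adenylyltransferase (Cs8g07230), which provides ADP-glucose for starch, rose by 1.05 in Cj and 2.19 in Pt. In the starch and sucrose list from Cj, 5 of 16 tested genes rose and 6 fell (6 and 7 when adjusted over the list alone) in Cj at pH 9.5 and 4 of 12 tested genes rose and 6 fell (5 and 6 when adjusted over the list alone) in Pt. In the list from Pt, 9 of 29 tested genes rose and 17 fell (9 and 18 when adjusted over the list alone) in Pt (adjusted p = 0.0408 from camera with the preset correlation, adjusted p = 0.43 with an estimated correlation), and 7 of 27 tested genes rose and 8 fell (7 and 9 when adjusted over the list alone) in Cj. The flavonoid list from Pt split evenly in Pt, where 3 of 11 tested genes rose and 3 fell (3 and 4 when adjusted over the list alone). In Cj 1 of 12 tested genes rose and 1 fell (1 and 1 when adjusted over the list alone). The flavonoid list from Cj has few members, of which 1 of 4 tested genes rose and 1 fell (2 and 1 when adjusted over the list alone) in Cj and 1 of 2 tested genes rose and none fell (1 and none when adjusted over the list alone) in Pt. The clock gene *APRR5* (Cs5g16360) went from 9.65 ± 0.491 to 23.1 ± 1.23 FPKM in Cj, and *RUP2* (Cs9g17160), a repressor of UV-B signaling, fell from 1.91 ± 0.445 to 0.231 ± 0.0966 FPKM in Pt. Of the circadian list from Cj, 3 of 3 tested genes rose and none fell (3 and none when adjusted over the list alone) in Cj (adjusted p = 0.00254 from camera with the preset correlation, adjusted p = 0.165 with an estimated correlation), and 2 of 3 tested genes rose and 1 fell (2 and 1 when adjusted over the list alone) in Pt. Of the circadian list from Pt, 1 of 5 tested genes rose and 1 fell (1 and 2 when adjusted over the list alone) in Pt and 2 of 4 tested genes rose and 1 fell (2 and 1 when adjusted over the list alone) in Cj. Among 30 photosynthesis genes, taken as markers of green tissue, 23 rose in Cj and 20 fell in Pt at pH 9.5. Lists that the study drew from a rootstock's own libraries cannot serve as independent evidence there.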

The number of upregulated DEGs was more than that of downregulated DEGs in the top 10 pathways in the Cj1 vs. Cj3 group, whereas the opposite pattern was observed in the Pt1 vs. Pt3 group (Fig. 3b, d). Several key pathways were screened from these four comparison groups, including “Glucosinolate biosynthesis”, “Phenylpropanoid biosynthesis”, “Carotenoid biosynthesis”, “alpha-Linolenic acid metabolism”, and “Plant hormone signal transduction” (Fig. 3b, d). In the glucosinolate biosynthesis pathway, three genes (Cs7g29760, Cs7g29770, and orange1.1t01456) encoding phenylalanine N-monooxygenase (CYP79A2) were enriched. These genes were all upregulated in Cj and downregulated in Pt as the pH increased. 

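The *CYP79A2* genes, whose Arabidopsis relative turns phenylalanine into an oxime, moved in opposite directions from pH 6.5 to pH 9.5. Cs7g29760 rose from 38.0 ± 3.06 to 78.6 ± 16.9 FPKM in Cj and fell from 87.1 ± 23.8 to 25.7 ± 22.3 in Pt (mean ± SD, n = 3). Cs7g29770 changed by 1.17 on the log2 scale in Cj (SE 0.28) and by -2.05 in Pt (SE 0.40). The third gene, orange1.1t01456, changed by 1.04 in Cj (SE 0.27) and -2.31 in Pt (SE 0.28). The difference between the rootstocks was 3.04, 3.23 and 3.35 for these genes. All 3 genes of the glucosinolate list from Cj rose in Cj (adjusted p = 0.0345 from camera with the preset correlation, adjusted p = 0.475 with an estimated correlation) and all fell in Pt (adjusted p = 0.01 with the preset and 0.379 with an estimated correlation), with the same counts when adjusted over the list alone. In the lists from Pt and from the comparison of Pt and Cj, which hold the same number of tested genes, 3 of 4 tested genes rose and none fell (3 and 1 when adjusted over the list alone) in Cj and none of 4 tested genes rose and 3 fell (1 and 3 when adjusted over the list alone) in Pt. These genes were selected by the study on the same libraries, which makes the counts no independent evidence. In the same comparison 23 of 30 photosynthesis genes rose in Cj and 20 fell in Pt. The calls in Cj ended for Cs7g29760 without any one of the Cj pH 6.5 replicates 1, 2 and 3 or the Cj pH 9.5 replicates 2 and 3 (log2 fold change 0.91 to 1.21 over the alternatives), for Cs7g29770 without Cj pH 9.5 replicate 2 or 3 (1.06 to 1.39), and for orange1.1t01456 without Cj pH 6.5 or Cj pH 9.5 replicate 2 or 3 (0.94 to 1.22). That of Cs7g29760 in Pt ended without Pt pH 6.5 or Pt pH 9.5 replicate 2 or 3 (-2.68 to -1.66).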

CYP79A2 is a key gene in the biosynthesis of glucotropaeolin^47^. The expression patterns of the DEGs enriched in “Phenylpropanoid biosynthesis”, “Carotenoid biosynthesis”, “alpha-Linolenic acid metabolism”, and “Plant hormone signal transduction” were visualized by heatmaps (Fig. 4). 

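Peroxidase 52 (orange1.1t05402) fell in Cj from 14.3 ± 1.29 FPKM at pH 6.5 to 2.19 ± 0.715 at pH 8.0 (log2 fold change -2.49, SE 0.38) and rose again to 8.70 ± 5.21 at pH 9.5 (log2 fold change 1.64 from pH 8.0, SE 0.38). Peroxidase 5 (Cs2g28810) changed by -2.04 and then by 1.47 on the log2 scale, Peroxidase 27 (Cs2g21810) by -1.92 and then 1.27. The lignin-forming anionic peroxidase (Cs3g02260) followed with -0.84 and then 1.12, and Peroxidase 9 (Cs3g25300) fell with -0.92. Fitted on all 18 libraries, these values of Cs3g02260, Cs3g25300 and Peroxidase 27 did not pass. Of 12 tested genes named as peroxidases in the phenylpropanoid list from Cj, 11 fell at pH 8.0 compared with pH 6.5 and none rose (11 and 1 when adjusted over the list alone). Between pH 8.0 and pH 9.5, 5 rose and 1 fell (7 and 1 when adjusted over the list alone). Means were lowest at pH 8.0 for 10 of the 12. Over the whole phenylpropanoid list from Cj, 5 of 27 tested genes rose and 14 fell (9 and 15 when adjusted over the list alone) at pH 8.0. The peroxidases were grouped by name once their values were known. The list was drawn by the study from its calls in Cj on these libraries, so the counts in Cj are not independent evidence. The fall to pH 8.0 and the rise from it also share the Cj pH 8.0 libraries. The rise from pH 8.0 to pH 9.5 did not pass for Peroxidase 52 without any one of the Cj pH 8.0 replicates 1, 2 and 3 or the Cj pH 9.5 replicates 2 and 3 (log2 fold change 1.22 to 2.08 over the alternatives), for Peroxidase 5 without Cj pH 8.0 replicate 3 or any one of the Cj pH 9.5 replicates 1, 2 and 3 (1.09 to 1.85), and for Peroxidase 27 without Cj pH 9.5 replicate 2 or 3 (0.95 to 1.78).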

As shown in Fig. 4, in the phenylpropanoid biosynthesis pathway, many peroxidase genes were enriched, displaying V-shaped expression patterns in Cj. However, these genes displayed downregulation trends in Pt. Moreover, several key genes involved in JA, ABA, and strigolactone (SL) biosynthesis were significantly altered by alkaline stress, such as *LOX3* (Cs1g17380) and *JMT* (Cs7g31430, Cs1g24440) for JA biosynthesis, *NCED1* (Cs5g14370, Cs2g03270) and *ABA 8’-hydroxylase 3* (Cs3g23530) for ABA biosynthesis, and *D27* (Cs5g30540) for SL biosynthesis (Fig. 4, Table 1). 

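In Pt, Peroxidase 17 (Cs1g19890) fell from 32.7 ± 2.27 FPKM at pH 6.5 to 18.1 ± 1.56 at pH 8.0 and 10.9 ± 1.13 at pH 9.5, and it also fell in Cj (log2 fold change -1.27 at pH 9.5, SE 0.076). Peroxidase N1 went the other way in Cj, from 2.64 ± 1.31 to 6.67 ± 0.189 FPKM. Peroxidase 73 (Cs1g21860) fell in Cj (log2 fold change -1.22), and its value in Pt was 0.20. In Pt 10 of the peroxidases from the phenylpropanoid list of Cj could be tested. At pH 9.5 compared with pH 6.5, 3 of them fell and none rose, and at pH 8.0 2 fell and none rose, with the same counts when adjusted over the list alone. This list was chosen in Cj and so is independent of the Pt libraries, but the choice by name was not made in advance.

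**Figure D3:**
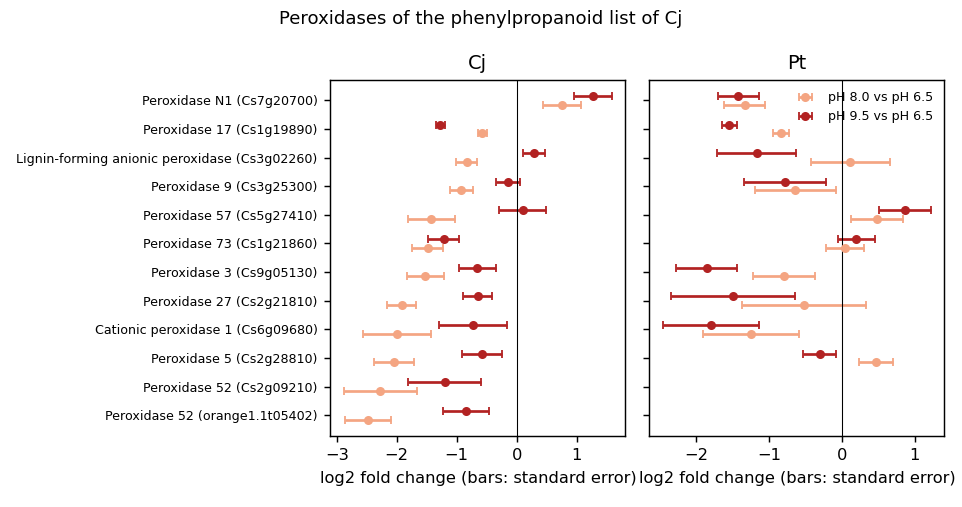
Log2 fold change against pH 6.5 (x axis) of the 12 tested peroxidases of the phenylpropanoid list from Cj (y axis), in Cj (left) and Pt (right). Points are the fold changes at pH 8.0 and pH 9.5 and bars their standard errors. In Cj the points at pH 8.0 lie below 0 for all peroxidases but Peroxidase N1; genes without a point in Pt were not tested there.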

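*LOX3*, a 13-lipoxygenase at the start of JA synthesis, fell in Cj from 126 ± 5.98 FPKM at pH 6.5 to 43.4 ± 1.54 at pH 9.5 and rose in Pt from 51.9 ± 12.0 to 177 ± 32.2. *NCED1* (Cs5g14370), of the enzymes that control the rate of ABA synthesis, fell in Cj from 59.4 ± 1.98 to 19.5 ± 1.46 and 7.08 ± 0.249 FPKM, and in Pt stood at 19.3 ± 6.40 and 22.5 ± 0.909 at pH 6.5 and 9.5 (log2 fold change 0.28, not passing the test). *ABA 8'-hydroxylase 3*, which breaks down ABA, rose in Pt from 1.75 ± 0.633 to 8.42 ± 3.01 FPKM and was too low to be tested in Cj. *D27*, an enzyme of strigolactone synthesis, rose in both rootstocks (log2 fold change 1.88 in Cj, SE 0.26, and 1.51 in Pt, SE 0.30). Its level is low in Pt, and the value there ranged over 1.04 to 2.53 with the pseudocount and other alternatives. *JMT* (Cs7g31430), which makes methyl jasmonate, rose in Cj from 0.533 ± 0.202 to 2.14 ± 0.184 FPKM, while Cs1g24440 had log2 fold changes of 0.28 in Cj and -0.02 in Pt, neither passing the test. *LOX2* (orange1.1t03774) rose by 0.49 in Cj and 1.06 in Pt. Of the 6 hormone biosynthesis genes of Table 1, 1 of 5 tested genes rose and 3 fell (1 and 3 when adjusted over the list alone) in Cj (adjusted p = 0.137 from camera with the preset correlation, adjusted p = 0.352 with an estimated correlation), and 3 of 6 tested genes rose and 1 fell (3 and 1 when adjusted over the list alone) in Pt (adjusted p = 0.0837 from camera with the preset correlation, adjusted p = 0.564 with an estimated correlation). In the alpha-linolenic acid list from Cj, 3 of 6 tested genes rose and 3 fell (3 and 3 when adjusted over the list alone) in Cj and 1 of 5 tested genes rose and 2 fell (2 and 3 when adjusted over the list alone) in Pt. The list from Pt gave the following: 2 of 7 tested genes rose and 4 fell (2 and 4 when adjusted over the list alone) in Pt, and 1 of 7 tested genes rose and 3 fell (1 and 3 when adjusted over the list alone) in Cj. The study picked the Table 1 genes and each list's genes on the libraries tested here, so these counts are not independent evidence.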

According to the expression trends of these key genes, the levels of ABA, JA, and SL may be altered by alkaline stress. This result indicates that ABA, JA, and SL may play important roles in tolerance to alkaline stress. In addition, many DEGs were enriched in plant hormone signal transduction, including auxin, CK, ABA, JA, ethylene (ETH) and salicylic acid signals (Fig. 4). More DEGs were enriched in auxin signal transduction in both Cj and Pt, and these DEGs displayed mixed expression patterns (some were upregulated, and some were downregulated). In Pt, the number of downregulated auxin signal genes was greater than that of the upregulated genes, and the opposite finding was observed for Cj. This result indicates that the auxin signal in Pt is more downregulated by alkaline stress compared with that in Cj. Moreover, the JA, ABA, CK, and ETH signals were also altered by alkaline stress in both Cj and Pt (Fig. 4).

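*TIR1*, an auxin receptor, had a log2 fold change of -1.11 in Pt at pH 9.5 (SE 0.19) and -0.27 in Cj (not passing the test). *IAA29* (Cs4g18240) fell in Cj from 35.5 ± 2.10 to 4.40 ± 0.439 FPKM and rose in Pt from 0.452 ± 0.218 to 2.04 ± 0.889. *AUX22D* fell in both rootstocks, by -2.77 in Cj and -1.35 in Pt on the log2 scale. A SAUR family gene (Cs3g01940) rose in Cj from 193 ± 40.9 to 309.9 ± 40.0 FPKM, with -0.72 in Pt, not passing the test. For the auxin signaling genes of Table 1, 1 of 5 tested genes rose and 3 fell (1 and 4 when adjusted over the list alone) in Cj (adjusted p = 0.00938 from camera with the preset correlation, adjusted p = 0.165 with an estimated correlation). In Pt 1 of 5 tested genes rose and 3 fell (1 and 3 when adjusted over the list alone) (adjusted p = 0.0559 from camera with the preset correlation, adjusted p = 0.358 with an estimated correlation). The responses to pH 9.5 were higher in Cj for 2 of the 5 genes and lower for 2. The call of *IAA29* in Pt ended without Pt pH 6.5 replicate 2 or Pt pH 9.5 replicate 2 (log2 fold change 1.04 to 1.97 over the alternatives), and that of the SAUR gene in Cj without Cj pH 6.5 replicate 1 or 2 or Cj pH 9.5 replicate 2 or 3 (0.58 to 0.89). Table 1 was compiled from these libraries and is no independent sample of auxin genes.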

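The cytokinin response regulators of Table 1 rose in Cj and fell in Pt between pH 6.5 and pH 9.5. *ARR5* went from 68.0 ± 1.01 to 112 ± 6.59 FPKM in Cj and from 108 ± 13.9 to 26.4 ± 0.693 in Pt, and the *ARR9* genes changed by 0.53 (Cs3g01890) and 0.87 (orange1.1t01850) in Cj, and by -1.73 and -1.88 in Pt. All 3 rose in Cj (adjusted p = 0.00511 from camera with the preset correlation, adjusted p = 0.165 with an estimated correlation) and all fell in Pt (adjusted p = 2.5e-04 with the preset and 0.209 with an estimated correlation), as they did when adjusted over the list alone. The mean log2 expression of the photosynthesis genes moved in the same directions, from 4.69 to 5.13 in Cj and from 5.20 to 4.61 in Pt. The ABA receptor gene *PYL4* (Cs7g30500) rose in Cj from 10.6 ± 0.288 to 31.1 ± 2.13 FPKM and fell in Pt from 15.7 ± 1.39 to 10.7 ± 1.71. *PP2C 37* (Cs7g31880), a phosphatase gene of the same pathway, fell by -1.01 in Cj and had -0.11 in Pt, not passing the test, while *PP2C 77* (Cs4g14980) changed by -0.90 in Cj and 1.00 in Pt. Of the ABA signaling genes, 1 of 4 tested genes rose and 3 fell (1 and 3 when adjusted over the list alone) in Cj (adjusted p = 0.091 from camera with the preset correlation, adjusted p = 0.294 with an estimated correlation) and 2 of 4 tested genes rose and 1 fell (2 and 1 when adjusted over the list alone) in Pt (adjusted p = 0.446 from camera with the preset correlation, adjusted p = 0.675 with an estimated correlation). The ethylene receptor genes *ERS1* (Cs5g33560) and *ETR2* (Cs9g08850) rose by 1.00 and 1.01 in Pt, with 0.21 for *ERS1* in Cj, a call that ended when all 18 libraries were fitted (log2 fold change 0.18 to 0.29 over the alternatives). *ERF1B* (Cs9g10650) rose in Cj from 0.589 ± 0.529 to 2.28 ± 0.742 FPKM and in Pt from 11.7 ± 3.34 to 35.8 ± 19.2. Among the ethylene genes, 3 of 4 tested genes rose and none fell (3 and none when adjusted over the list alone) in Cj (adjusted p = 0.0314 from camera with the preset correlation, adjusted p = 0.182 with an estimated correlation) and 4 of 4 tested genes rose and none fell (4 and none when adjusted over the list alone) in Pt (adjusted p = 0.00411 from camera with the preset correlation, adjusted p = 0.379 with an estimated correlation). For the JA signaling genes, none of 3 tested genes rose and 2 fell (none and 2 when adjusted over the list alone) in Cj (adjusted p = 0.0318 from camera with the preset correlation, adjusted p = 0.447 with an estimated correlation) and 1 of 3 tested genes rose and none fell (1 and none when adjusted over the list alone) in Pt (adjusted p = 0.148 from camera with the preset correlation, adjusted p = 0.548 with an estimated correlation). The call of *ARR9* (Cs3g01890) in Cj ended without Cj pH 6.5 replicate 1 or 3 or Cj pH 9.5 replicate 2 or 3 (log2 fold change 0.41 to 0.70 over the alternatives), and that of *ERF1B* (Cs9g10650) in Cj without Cj pH 9.5 replicate 2 (1.07 to 2.00). These groups come from Table 1 and so from genes the study called on the same libraries.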

**Fig. 4:**
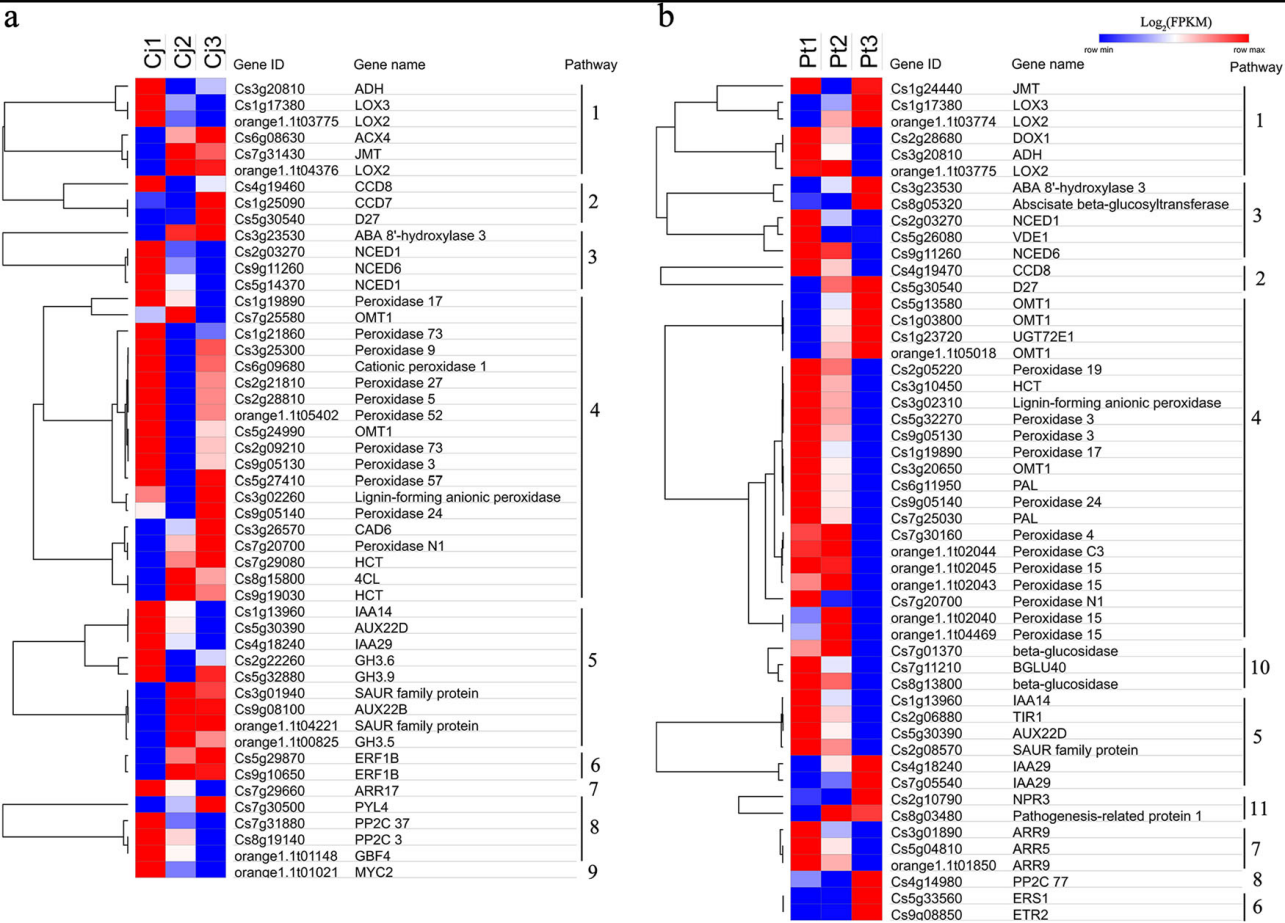
Hierarchical clustering of DEGs in several key pathways across the different pH conditions in Cj. **a** and Pt **b** Each row of the heatmap represents an individual gene, and the coloring represents the expression level. Pathways: 1, alpha-Linolenic acid metabolism; 2, Strigolactone biosynthesis; 3, ABA biosynthesis; 4, Lignin biosynthesis; 5, Auxin signal transduction; 6, Ethylene signal transduction; 7, Cytokinin signal transduction; 8, ABA signal transduction; 9, JA signal transduction; 10, Coumarin biosynthesis; 11, Salicylic acid signal transduction. DEG differentially expressed gene

**Table 1:** A list of important differentially expressed genes in Cj or Pt under different pH conditions

Gene ID	Gene name	FPKM					
		Cj1	Cj2	Cj3	Pt1	Pt2	Pt3
*Plant hormone biosynthesis*							
Cs1g17380	*LOX3*	126.20	60.53	43.40	51.93	76.67	177.22
orange1.1t03774	*LOX2*	231.01	289.28	324.75	234.67	380.47	483.81
Cs1g24440	*JMT*	4.87	8.52	5.89	79.69	37.49	77.35
Cs2g03270	*NCED1*	1.42	0.55	0.45	3.31	1.45	0.87
Cs5g14370	*NCED1*	59.44	19.47	7.08	19.29	12.78	22.50
Cs3g23530	*ABA 8’-hydroxylase 3*	0.29	0.87	0.96	1.75	3.48	8.42
*Auxin signal transduction*							
Cs2g06880	*TIR1*	14.56	11.52	12.04	12.48	9.11	5.72
Cs1g13960	*IAA14*	83.72	57.11	38.22	88.59	54.95	37.91
Cs3g01940	*SAUR family protein*	192.92	331.85	309.91	75.05	54.95	49.84
Cs4g18240	*IAA29*	35.45	11.17	4.40	0.45	1.04	2.04
Cs5g30390	*AUX22D*	33.49	13.10	4.49	5.12	3.04	1.70
*JA signal transduction*							
Cs1g17220	*TIFY 10* *A*	72.55	78.69	62.94	187.85	179.28	190.65
Cs7g02820	*TIFY 9*	104.68	109.34	71.07	267.47	279.69	337.96
orange1.1t01021	*MYC2*	159.59	83.55	67.92	123.03	170.53	227.57
*Cytokinin signal transduction*							
Cs5g04810	*ARR5*	68.03	114.63	111.99	107.62	57.38	26.45
Cs3g01890	*ARR9*	12.95	20.49	19.15	86.02	38.91	25.45
orange1.1t01850	*ARR9*	24.43	46.81	44.90	131.95	84.08	35.45
*ABA signal transduction*							
Cs7g30500	*PYL4*	10.59	15.90	31.14	15.66	15.16	10.68
Cs7g31880	*PP2C 37*	137.34	79.47	67.85	70.22	62.68	65.05
Cs4g14980	*PP2C 77*	17.38	13.60	9.11	2.93	2.20	6.36
orange1.1t01148	*GBF4*	25.27	17.10	11.24	7.30	11.06	14.95
*ETH signal transduction*							
Cs5g33560	*ERS1*	53.88	53.74	62.50	41.84	42.04	84.30
Cs9g08850	*ETR2*	25.49	22.29	25.90	13.98	14.13	28.92
Cs9g10650	*ERF1B*	0.59	2.40	2.28	11.72	6.31	35.82
Cs5g29870	*ERF1B*	3.91	8.79	11.45	17.88	19.25	28.21
*Ion transport*							
Cs6g09150	*Ferritin-1*	308.96	263.21	132.31	69.33	74.37	8.59
Cs8g15600	*FIT1*	10.02	14.90	25.94	5.30	5.71	1.88
orange1.1t00399	*FRO2*	1.32	1.44	14.88	2.38	5.40	1.61
Cs9g19350	*FRO4*	12.08	32.08	20.97	4.75	12.10	3.35
Cs3g01120	*FRO6*	45.44	64.64	77.65	54.26	36.29	35.95
Cs2g17670	*Vacuolar iron transporter 1*	7.96	8.24	6.91	3.24	6.01	1.08
Cs2g17680	*Vacuolar iron transporter 1*	1.03	0.87	0.88	2.59	4.52	0.39
Cs4g04460	*HKT1*	8.73	4.83	3.48	13.89	12.01	6.33
Cs1g17440	*Potassium transporter*	1.71	3.46	6.56	5.03	5.39	1.97
Cs8g19470	*COPT1*	105.38	280.36	146.19	239.85	307.49	89.99
Cs6g11670	*PIP2-2*	1.68	1.79	2.14	247.81	211.03	61.79
Cs6g11700	*PIP2-2*	742.85	515.42	512.74	327.20	237.80	98.21
Cs7g28650	*TIP1-3*	318.73	206.19	209.54	865.85	888.13	374.02
Cs8g17900	*TIP1-3*	525.44	309.47	308.31	445.38	478.62	193.00
Cs5g08710	*TIP2-2*	249.87	159.79	208.14	290.55	318.31	129.69
Cs6g20570	*PMA1*	93.09	84.97	103.70	71.72	80.69	156.91
Cs2g10720	*ZIP10*	1.29	9.05	68.08	3.88	23.69	8.59
Cs2g11620	*ZIP5*	17.59	34.08	62.11	58.95	59.75	92.42
Cs4g08930	*ZIP5*	52.70	110.94	76.30	77.90	83.16	66.52
Cs6g11470	*ZIP5*	71.45	130.31	184.01	77.77	123.44	232.80
*Response to stimulus*							
orange1.1t03944	*ORG2*	1.63	1.93	12.84	7.15	8.57	35.16
Cs1g11190	*ZFP1*	4.63	9.85	12.34	16.25	15.37	5.34
Cs6g05660	*ZAT11*	22.12	5.86	10.95	66.02	17.73	9.48
Cs1g18580	*DOF1.7*	44.31	20.81	11.51	10.18	11.45	24.69
Cs3g19420	*ERF012*	31.00	26.08	15.58	8.55	20.41	29.27
Cs3g21660	*ERF110*	0.61	1.99	2.25	11.41	3.06	2.17
Cs6g15360	*Dehydration-responsive element-binding protein 1D*	4.75	0.79	1.05	10.52	5.59	27.18
Cs6g15410	*ERF024*	1.06	7.37	5.34	4.86	8.53	1.97
Cs8g05910	*ERF109*	17.31	4.67	2.56	7.31	11.04	25.29
Cs9g13620	*ERF5*	361.93	154.96	168.66	45.62	46.22	117.12
Cs4g12130	*Chitin-inducible gibberellin-responsive protein 1*	172.13	61.51	40.99	54.90	46.03	92.31
Cs6g15680	*HRA1*	9.24	2.59	3.18	1.54	1.76	4.28
orange1.1t00472	*WRKY46*	224.68	138.04	83.44	113.21	101.83	265.74

As shown in Fig. 1c, the uptake of mineral elements, especially metal elements such as Fe, Zn, and Cu, is largely influenced by alkaline stress. 

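A potassium transporter gene (Cs1g17440) rose in Cj from 1.71 ± 0.813 FPKM at pH 6.5 to 6.56 ± 0.371 at pH 9.5 and fell in Pt from 5.04 ± 1.12 to 1.97 ± 0.814. *HKT1* (Cs4g04460), a sodium transporter gene, fell in both (log2 fold change -1.22 in Cj, SE 0.14, and -1.05 in Pt, SE 0.16). *PMA1* (Cs6g20570), a proton pump of the plasma membrane, rose in Pt from 71.7 ± 9.99 to 157 ± 14.9 FPKM and had a log2 fold change of 0.15 in Cj, not passing the test. Of the ion transport genes of Table 1, 10 of 20 tested genes rose and 6 fell (11 and 6 when adjusted over the list alone) in Cj at pH 9.5 (adjusted p = 0.0318 from camera with the preset correlation, adjusted p = 0.288 with an estimated correlation). In Pt 4 of 20 tested genes rose and 13 fell (4 and 15 when adjusted over the list alone) (adjusted p = 6.3e-04 from camera with the preset correlation, adjusted p = 0.209 with an estimated correlation). Responses to pH 9.5 were higher in Cj for 15 of the 20 genes and lower for 1 (16 and 1 when adjusted over the list alone). For the 30 photosynthesis genes, 24 responses were higher in Cj and none was lower. The 20 genes were put in Table 1 by the study from these libraries, so the counts are not independent evidence of a direction.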

The GO enrichment analysis results indicated that 49 and 68 DEGs were significantly enriched in the “ion transport” term in Cj and Pt, respectively (Supplementary Figure S3, Table S7). 

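*FIT1* (Cs8g15600), a bHLH factor that controls iron uptake, went in Cj from 10.0 ± 1.80 FPKM at pH 6.5 to 14.9 ± 0.204 at pH 8.0 and 25.9 ± 3.43 at pH 9.5 (mean ± SD, n = 3). The ferric reductase gene *FRO2* (orange1.1t00399) stood at 1.32 ± 0.216 and 1.44 ± 0.549 FPKM at pH 6.5 and 8.0 and at 14.9 ± 0.603 at pH 9.5. *FRO4* (Cs9g19350) rose by 0.77 (SE 0.062) and *FRO6* (Cs3g01120) by 0.76 (SE 0.066) on the log2 scale at pH 9.5. Ferritin-1 (Cs6g09150), which stores iron, fell from 309 ± 18.2 to 132 ± 6.89 FPKM, and the vacuolar iron transporter 1 genes had -0.19 (Cs2g17670) and -0.17 (Cs2g17680), neither passing the test. Of the iron genes of Table 1, 5 of 8 tested genes rose and 1 fell (5 and 1 when adjusted over the list alone) in Cj (adjusted p = 0.0299 from camera with the preset correlation, adjusted p = 0.197 with an estimated correlation); the study chose them on these libraries. *ZIP10* rose by 5.31 on the log2 scale, and the *ZIP5* genes by 1.80 (Cs2g11620), 0.53 (Cs4g08930) and 1.36 (Cs6g11470). The copper transporter gene *COPT1* (Cs8g19470) was at 105 ± 8.58, 280.4 ± 6.25 and 146 ± 12.3 FPKM at the 3 pH values. Of the zinc and copper genes, 5 of 5 tested genes rose and none fell (5 and none when adjusted over the list alone) (adjusted p = 1.1e-05 from camera with the preset correlation, adjusted p = 0.165 with an estimated correlation). The photosynthesis genes, taken as markers of green tissue, were higher as a group in the same comparison (adjusted p = 7.3e-13 from camera with the preset correlation, adjusted p = 0.165 with an estimated correlation).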

As shown in Supplementary Figure S4a, iron-transport-related genes (*FIT1*, *FRO2/4/6*, *Ferritin-1*), zinc-transport-related genes (*ZIP1/5/10*), and copper-transport-related genes (*COPT1*) were upregulated in Cj under alkaline stress (Table 1). However, iron-transport-related genes (*FIT1*, *FRO2/4*, Ferritin1, and vacuolar iron transport 1) were largely downregulated at pH 9.5 in Pt (Supplementary Figure S4b, Table 1). 

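In Pt, *FIT1* fell from 5.30 ± 1.22 FPKM at pH 6.5 to 1.88 ± 0.356 at pH 9.5. Ferritin-1 changed by -2.94 on the log2 scale (SE 0.14), and the vacuolar iron transporter 1 genes by -1.26 and -1.82. *FRO2* was at 2.38 ± 0.366, 5.40 ± 0.193 and 1.61 ± 0.0526 FPKM at pH 6.5, pH 8.0 and pH 9.5. From pH 8.0 to pH 9.5 it changed by -1.48 and *FRO4* by -1.72, while between pH 6.5 and pH 9.5 the values of -0.44 and -0.43 did not pass the test. *FRO6* fell by -0.59 at pH 9.5. Of the 8 iron genes of Table 1, 1 of 8 tested genes rose and 5 fell (1 and 7 when adjusted over the list alone) in Pt at pH 9.5 (adjusted p = 0.00417 from camera with the preset correlation, adjusted p = 0.209 with an estimated correlation). The gene that rose is *ORG2* (orange1.1t03944), a bHLH factor induced by iron deficiency in Arabidopsis. Photosystem II 22 kDa protein (Cs3g19650), a marker of green tissue, changed by -1.07 in the same comparison. The list was selected on these libraries by the study and does not provide independent evidence.

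**Figure D4:**
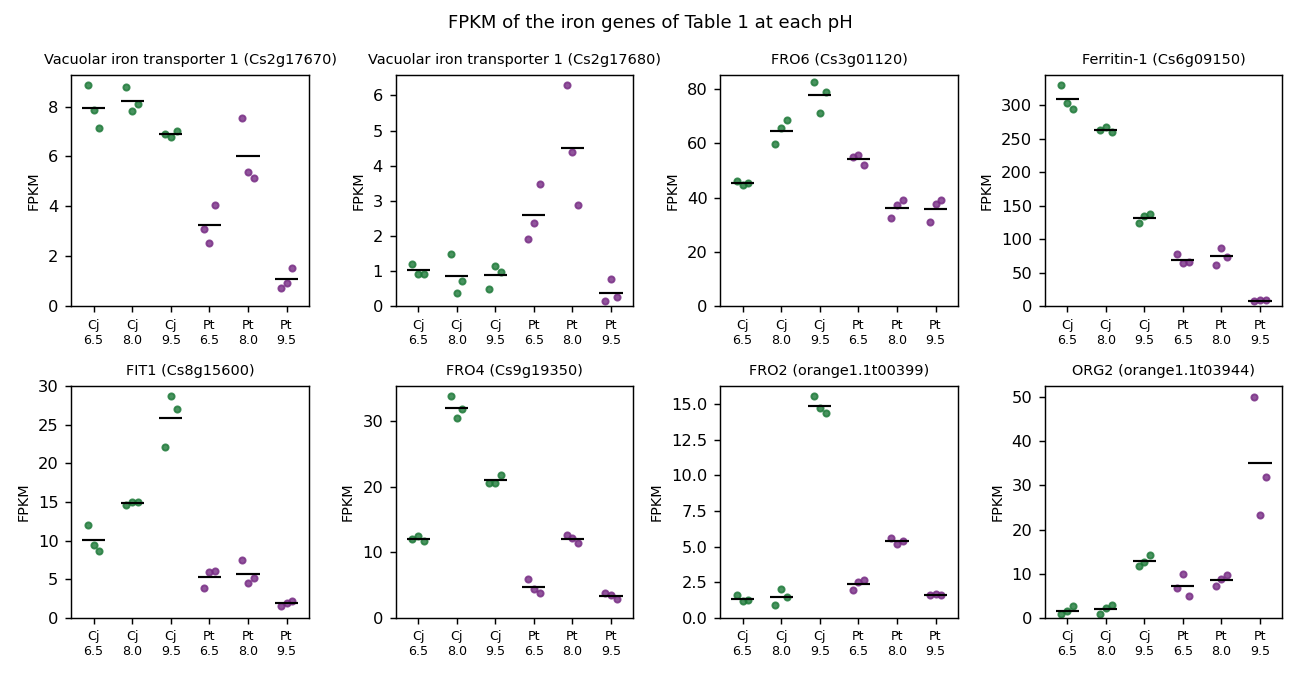
FPKM (y axis of each panel) of the 8 iron genes of Table 1 at pH 6.5, pH 8.0 and pH 9.5 in Cj and Pt (groups along the x axis). Points are the 3 replicates of each group and black lines their means. The mean of *FIT1* goes from 10.0 to 25.9 in Cj and from 5.30 to 1.88 in Pt.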

Zinc-transport-related genes (*ZIP5/10*) and copper-transport-related genes (*COPT1/6*) were also upregulated in Pt under alkaline stress. In addition, six aquaporin genes (two *TIP1-3s*, two *PIP2-2s*, *TIP2-2*, and *NIP2-1*) were largely downregulated in Pt at pH 9.5 (Supplementary Figure S4b, Table 1). These results suggest that Pt may be more susceptible to iron and water deficiencies under alkaline stress.

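*ZIP10* in Pt was at 3.88 ± 1.95 FPKM at pH 6.5, 23.7 ± 8.02 at pH 8.0 and 8.59 ± 2.47 at pH 9.5. *ZIP5* (Cs6g11470) rose from 77.8 ± 6.68 to 233 ± 25.3 FPKM between pH 6.5 and pH 9.5 and Cs2g11620 by 0.65 on the log2 scale, while Cs4g08930 had -0.25 and did not pass the test. *COPT1*, a copper uptake gene, fell in Pt from 239.8 ± 32.6 to 90.0 ± 27.3 FPKM at pH 9.5. Of the zinc and copper genes, 3 of 5 tested genes rose and 1 fell (3 and 1 when adjusted over the list alone) in Pt (adjusted p = 0.258 from camera with the preset correlation, adjusted p = 0.507 with an estimated correlation), in a list taken from Table 1 and so not independent of these libraries. The call of *ZIP10* at pH 9.5 ended without Pt pH 6.5 replicate 1 or 2 or Pt pH 9.5 replicate 2 or 3 (log2 fold change 0.80 to 1.44 over the alternatives). Without Pt pH 9.5 replicate 1, 2 of the 5 genes fell.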

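*PIP2-2* (Cs6g11670), a water channel of the plasma membrane, fell in Pt from 248 ± 51.1 FPKM at pH 6.5 to 61.8 ± 22.7 at pH 9.5, and Cs6g11700 from 327 ± 80.3 to 98.2 ± 7.89. The tonoplast channels *TIP1-3* changed by -1.20 (Cs7g28650) and -1.20 (Cs8g17900), and *TIP2-2* (Cs5g08710) by -1.12, on the log2 scale. All 5 aquaporins of Table 1 fell in Pt (adjusted p = 3.9e-04 from camera with the preset correlation, adjusted p = 0.379 with an estimated correlation), and all did so when adjusted over the list alone. In Cj none of 5 tested genes rose and 4 fell (none and 4 when adjusted over the list alone) (adjusted p = 0.0318 from camera with the preset correlation, adjusted p = 0.481 with an estimated correlation), with values from -0.77 for *TIP1-3* (Cs8g17900) to 0.29 for *PIP2-2* (Cs6g11670). The level of Cs6g11670 was low in Cj and far below that in Pt (Cj against Pt at pH 6.5, log2 fold change -6.84). Its fold change in Cj is damped by the pseudocount and says little about water channels there. The response was higher in Cj for 3 of the 5 aquaporins. Of the genes of the GO term water transport from Pt, 1 of 6 tested genes rose and 4 fell (2 and 4 when adjusted over the list alone) in Pt and none of 6 tested genes rose and 4 fell (none and 4 when adjusted over the list alone) in Cj. Of 30 photosynthesis genes, markers of green tissue, 20 fell in Pt in the same comparison. Both lists of water channel genes stem from the study's calls on these libraries. The call of *TIP2-2* in Pt ended without Pt pH 6.5 replicate 2 or 3 or without any one of the Pt pH 9.5 replicates 1, 2 and 3 (log2 fold change -1.37 to -0.93 over the alternatives). In Cj 2 of the 5 aquaporins fell under quantile normalization, and without Cj pH 9.5 replicate 1 2 of the water transport genes did. Of the water transport genes 2 rose in Pt without Pt pH 6.5 replicate 1, and 0 rose without Pt pH 6.5 replicate 2 or 3 or Pt pH 9.5 replicate 2 or 3.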

### Comparing Cj and Pt transcriptomes

Cj is more tolerant to alkaline stress compared with Pt in citrus production. To compare the differences of Cj and Pt at the transcriptome level, we identified some key pathways and genes involved in the response to alkaline stress. As shown in Fig. 5a, 4831, 4294 and 4742 DEGs were identified in the Pt1 vs. Cj1, Pt2 vs. Cj2 and Pt3 vs. Cj3 comparison groups, respectively. 

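Endochitinase 1 (Cs8g01850) stood at 1002 ± 247 FPKM in Cj and 0.832 ± 0.192 in Pt at pH 6.5, and stayed far higher in Cj at pH 9.5 (log2 fold change 8.33, SE 0.20). Arabinogalactan peptide 16 (Cs4g15735) and cellulose synthase-like protein B4 (Cs2g21100), both linked to the cell wall, were higher in Cj at pH 6.5 by 7.28 and 6.51 on the log2 scale. Tyrosine decarboxylase (Cs7g16600) was higher in Cj at pH 9.5, with 31.0 ± 4.41 against 0.107 ± 0.0824 FPKM. In the other direction, a 21 kDa seed protein (Cs5g13930), similar to trypsin inhibitors, stood at 19.4 ± 2.91 FPKM in Cj and 19560 ± 1476 in Pt at pH 6.5. Miraculin (Cs5g16780), of the same protein family, was lower in Cj by -7.80 at pH 6.5, -8.16 at pH 8.0 and -9.32 at pH 9.5. Genes named for the copper chaperone ATX1 differed in both directions, with -7.95 for Cs2g08850 and 5.49 for orange1.1t01542 at pH 9.5. A caffeic acid 3-O-methyltransferase gene (orange1.1t05423) was lower in Cj at pH 9.5 by -6.50 (SE 0.91). Between Cj and Pt 12229 genes differed at pH 6.5 (6388 higher in Cj, 5841 lower), 11606 at pH 8.0 (6122 higher, 5484 lower) and 12076 at pH 9.5 (6307 higher, 5769 lower). At an adjusted p under 0.01 and an absolute log2 fold change of at least 1 they numbered 4772, 4336 and 4670, of which 2992, 2750 and 2880 were higher in Cj. Under quantile normalization the larger share was lower in Cj. There 5526 genes were higher and 6852 lower at pH 6.5, 5306 and 6545 at pH 8.0, and 5681 and 6462 at pH 9.5. Fewer reads of Pt than of Cj mapped to the *C. sinensis* genome, and 239 genes with at least 1 FPKM in all Cj libraries were listed at 0 in all Pt libraries.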

The DEGs of these three groups were subject to GO-based term and KEGG-based pathway enrichment analyses (Supplementary Tables S6 and S7). The top 12 most enriched pathways and DEGs enriched in these pathways were visualized using the GOplot package^46^ (Fig. 5b). The top 4 most enriched pathways were the same in the three comparison groups. As the pH increased, the number of upregulated DEGs in the top 4 pathways increased (Fig. 5b). This result indicates that there are intrinsic differences in these pathways between Cj and Pt, which are magnified under alkaline stress. In particular, the “Biosynthesis of secondary metabolites” pathway was largely altered by alkaline stress in both Cj and Pt (Figs. 3b, d and 5b). In addition, the “Phenylpropanoid biosynthesis”, “alpha-Linolenic acid metabolism”, “Carotenoid biosynthesis”, and “Plant hormone signal transduction” remained enriched in these three or two comparison groups, which was consistent with the above result (Figs. 3b, d and 5b). In addition, the auxin biosynthesis pathway (“Tryptophan metabolism” pathway) was enriched in the Pt2 vs. Cj2 and Pt3 vs. Cj3 comparison groups. Therefore, we further analyzed the expression trends of the DEGs that were distributed in these five pathways and were differentially expressed in all three comparison groups. 

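Genes that differed between the rootstocks at both ends of the pH range mostly did so in one direction. Of the 17996 genes tested, 4833 were higher in Cj at both pH 6.5 and pH 9.5 and 4187 were lower in Cj at both, against 2239 and 1872 expected if the calls were independent. The direction turned for 373 genes that were higher in Cj at pH 6.5 and lower at pH 9.5, and for 265 genes the other way. The cytokinin regulator *ARR5*, for example, was lower in Cj at pH 6.5 (log2 fold change -0.65, SE 0.082) and higher at pH 9.5 (2.06, SE 0.082). The comparisons at pH 6.5 and pH 9.5 share no library, but both come from the fit on all 18 libraries and share its estimate of the spread.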

As shown in Fig. 5c and Supplementary Figure S4c, the expression of these genes exhibited significant differences between Cj and Pt. 

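At pH 9.5 *TIR1* stood at 12.0 ± 1.41 FPKM in Cj and 5.72 ± 1.77 in Pt, and the SAUR family gene Cs3g01940 at 309.9 ± 40.0 and 49.8 ± 29.4. *AUX22D* was higher in Cj by 1.18 on the log2 scale (SE 0.16), with a range of 0.76 to 1.35 over the alternatives, lowest under quantile normalization. Repressor gene *IAA14* stood at 38.2 ± 3.18 FPKM in Cj and 37.9 ± 2.94 in Pt and did not pass the test. Of the auxin genes of Table 1, 4 of 5 tested genes were higher in Cj and none was lower (4 and none when adjusted over the list alone) at pH 9.5. Of the 7 genes with an auxin name in the hormone list from Pt, 3 were higher and 1 was lower in Cj (the same when adjusted over the list alone), and of 9 tested from Cj, 4 were higher and 1 was lower. In the whole hormone list from Pt, 13 of 33 tested genes were higher in Cj and 7 lower (13 and 7 when adjusted over the list alone), and in that from Cj, 9 of 23 tested genes were higher and 6 lower (9 and 6 when adjusted over the list alone). The lists come from genes the study called on these libraries, although not in this comparison.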

In the plant hormone signal transduction pathway, auxin signal genes comprised the largest group, and most of these genes (11/13) were downregulated in Pt. The ABA, ETH, JA, CK, and SA signaling genes were also differentially expressed between Cj and Pt. Moreover, several DEGs were enriched in the auxin, ABA, and JA biosynthesis pathways (Fig. 5c). 

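*MYC2* was higher in Cj at pH 6.5 (log2 fold change 0.38, SE 0.084) and lower in Cj at pH 9.5 (-1.74, SE 0.084). The JAZ repressors TIFY 10 A (Cs1g17220) and TIFY 9 (Cs7g02820) were lower in Cj at pH 9.5, by -1.60 and -2.23. *PYL4* was higher in Cj at pH 9.5 by 1.51, while *GBF4* was lower by -0.39. The ethylene response gene *ERF1B* was lower in Cj, by -3.62 (Cs9g10650) and -1.24 (Cs5g29870). At pH 9.5, none of 3 JA signaling genes of Table 1 were higher in Cj and 3 lower (none and 3 when adjusted over the list alone). For ABA signaling 2 of 4 tested genes were higher and 1 lower (2 and 1 when adjusted over the list alone), for ethylene none of 4 tested genes were higher and 3 lower (none and 3 when adjusted over the list alone), and for cytokinin 2 of 3 tested genes were higher and none lower (2 and none when adjusted over the list alone). Table 1 was drawn from these libraries, so its members are not an independent sample.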

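*LOX3* stood higher in Cj at pH 6.5 (log2 fold change 1.30, SE 0.14) and lower at pH 9.5 (-2.00, SE 0.14). *JMT* (Cs1g24440) was at 5.89 ± 0.704 FPKM in Cj and 77.3 ± 11.7 in Pt at pH 9.5. *ABA 8'-hydroxylase 3* was lower in Cj by -2.56, and *NCED1* (Cs5g14370) was higher in Cj at pH 6.5 by 1.66 and lower at pH 9.5 by -1.60. Of the hormone biosynthesis genes of Table 1, none of 6 tested genes were higher in Cj at pH 9.5 and 5 were lower (none and 6 when adjusted over the list alone). Of the alpha-linolenic acid list from the comparison of Pt and Cj, 5 of 20 tested genes were higher in Cj and 13 were lower (5 and 13 when adjusted over the list alone) at pH 9.5. In the carotenoid list from the same comparison, 9 of 17 tested genes were higher in Cj and 3 were lower (9 and 3 when adjusted over the list alone). Both lists and Table 1 were made by the study on the same libraries.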

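Cinnamyl alcohol dehydrogenase 6 (Cs3g26570), which reduces lignin precursors, stood at 19.0 ± 1.55 FPKM in Cj and 6.94 ± 1.14 in Pt at pH 9.5 (log2 fold change 1.40, SE 0.15). Of the phenylpropanoid list from Pt, 23 of 52 tested genes were higher in Cj at pH 9.5 and 15 were lower (24 and 15 when adjusted over the list alone). At pH 6.5 12 were higher and 19 lower, and at pH 8.0 13 and 21. Of the 10 genes in it named as peroxidases, 3 were higher and none was lower in Cj at pH 9.5, while at pH 6.5 1 was higher and 5 were lower and at pH 8.0 1 was higher and 7 were lower. The list from Cj had 12 of 27 tested genes that were higher in Cj and 6 that were lower (12 and 6 when adjusted over the list alone) at pH 9.5. Flavonoid genes from the comparison of Pt and Cj leaned the same way at pH 9.5, where 15 of 22 tested genes were higher in Cj and 6 were lower (16 and 6 when adjusted over the list alone). That flavonoid list was selected on this very comparison. The peroxidases were sorted out by name after the values had been seen, and those without a name here are left out.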

In the phenylpropanoid biosynthesis pathway, the expression of most of the genes (28/40) in the Pt was reduced compared with that of the genes in Cj, and most of these genes were peroxidases (Supplementary Figure S4c). These results further demonstrate that auxin, ABA, JA signal pathways, and peroxidases may play important roles in tolerance to alkaline stress.

**Fig. 5:**
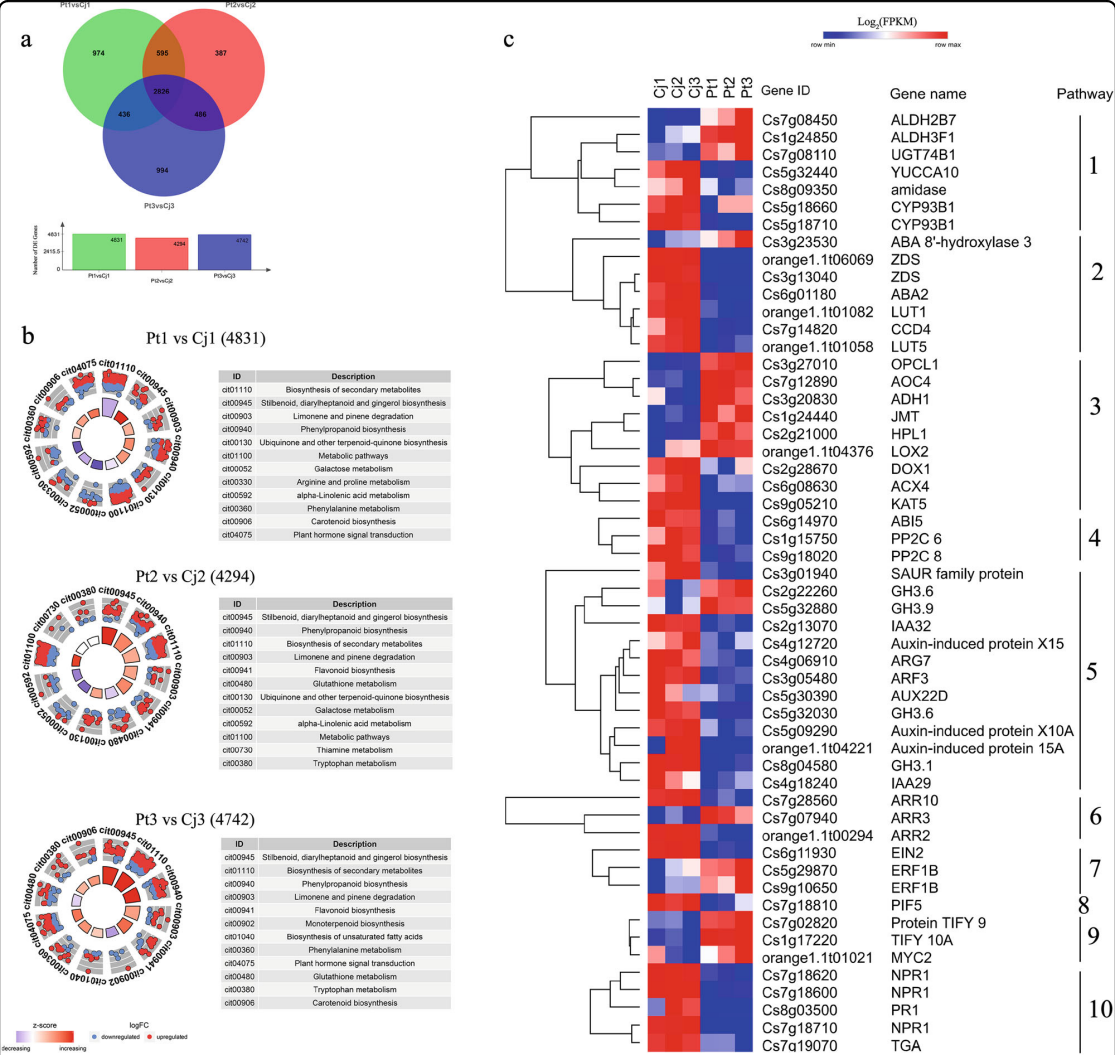
Gene expression comparisons between Cj and Pt. **a** A Venn diagram depicting the number of common and unique DEGs among the three comparison groups. **b** Circular visualization of the results of the KEGG pathway enrichment of DEGs from the different comparison groups between Cj and Pt. **c** A heatmap depicting the expression patterns of DEGs in several key pathways across all six samples. Pathways: 1, Auxin biosynthesis; 2, Carotenoid biosynthesis; 3, alpha-Linolenic acid metabolism; 4, ABA signal transduction; 5, Auxin signal transduction; 6, Cytokinin signal transduction; 7, Ethylene signal transduction; 8, Gibberellin signal transduction; 9, JA signal transduction; 10, Salicylic acid signal transduction. DEG differentially expressed gene

According to the results of the GO enrichment analysis, “response to stimulus” was the most enriched term (Supplementary Figure S3, Table S7). A total of 118 DEGs were enriched in the “response to stimulus” term in both the Pt2 vs. Cj2 and Pt3 vs. Cj3 comparison groups. As shown in Supplementary Figure S4d, the genes responding to the stimulus included disease resistance proteins; plant hormone biosynthesis and signal transduction genes; ion transport genes; and cell wall metabolism genes, such as *NCED1*, *LOX3*, *FRO2/4*, and peroxidases. Among these DEGs, TFs with increased expression in Cj3 or Pt3 included six ERF genes (*ERF012*, *ERF110*, Dehydration-responsive element-binding protein 1D, *ERF024*, *ERF109*, and *ERF5*), two bHLH genes (*FIT1* and *ORG2*), two C2H2 genes (*ZFP1* and *ZAT11*), *WRKY46*, *HRA1* and chitin-inducible gibberellin-responsive protein 1 (Supplementary Figure S4d, Table 1). 

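*ERF109* (Cs8g05910), a stress-responsive factor of the ethylene response family, fell in Cj from 17.3 ± 2.17 to 2.56 ± 0.900 FPKM between pH 6.5 and pH 9.5 and rose in Pt from 7.31 ± 1.51 to 25.3 ± 7.20. *ERF5* (Cs9g13620) changed by -1.10 in Cj and 1.34 in Pt on the log2 scale, *ERF012* (Cs3g19420) by -0.98 and 1.72, and *DOF1.7* (Cs1g18580) by -1.96 and 1.23. *HRA1* (Cs6g15680), known from the response to low oxygen, changed by -1.40 in Cj and 1.24 in Pt. Dehydration-responsive element-binding protein 1D (Cs6g15360) went from 4.75 ± 0.308 to 1.04 ± 0.667 FPKM in Cj and from 10.5 ± 6.08 to 27.2 ± 1.09 in Pt. *ERF110* (Cs3g21660) and *ZFP1* (Cs1g11190) rose in Cj, by 1.32 and 1.32, and fell in Pt, by -2.08 and -1.52. *ORG2* rose in both rootstocks, from 1.63 ± 0.902 to 12.8 ± 1.22 FPKM in Cj and from 7.15 ± 2.52 to 35.2 ± 13.7 in Pt, whereas *ZAT11* (Cs6g05660) fell in both (log2 fold change -1.03 in Cj and -2.59 in Pt). Chitin-inducible gibberellin-responsive protein 1 (Cs4g12130) fell from 172 ± 11.9 to 41.0 ± 5.68 FPKM in Cj. Of the response to stimulus genes of Table 1, 4 of 13 tested genes rose and 9 fell (4 and 9 when adjusted over the list alone) in Cj (adjusted p = 0.0318 from camera with the preset correlation, adjusted p = 0.296 with an estimated correlation). In Pt 9 of 13 tested genes rose and 4 fell (9 and 4 when adjusted over the list alone) (adjusted p = 0.0157 from camera with the preset correlation, adjusted p = 0.287 with an estimated correlation). Their response to pH 9.5 was higher in Cj for 4 and lower for 8. The study put these genes in Table 1 because of their change in these libraries. The call of the binding protein 1D (Cs6g15360) in Pt ended without any one of the Pt pH 9.5 replicates 1, 2 and 3 (log2 fold change 0.94 to 1.89 over the alternatives), and that of *ZAT11* in Cj ended on all 18 libraries (-1.22 to -0.76).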

*FIT1* is an essential gene that regulates iron uptake in *Arabidopsis thaliana*^37^, and *WRKY46* modulates the growth of *Arabidopsis* lateral roots under osmotic/salt stress conditions via regulation of ABA signaling and auxin homeostasis^48^. Hence, these TFs may also play important roles in citrus in response to alkaline stress.

### Identification and expression analysis of miRNAs in the roots of Cj and Pt

A total of 101 miRNAs (49 known miRNAs and 52 novel miRNAs) belonging to 37 families were identified from the six samples of Cj and Pt (Supplementary Table S8). Only the miRNAs identified in all three biological replicates were retained. All precursors of novel miRNAs exhibited regular stem-loop secondary structures. The miRNA sequences are shown in blue, and the sequences of the miRNAs* are shown in red (Supplementary Figure S5). Based on the criteria of significant difference (FDR < 0.05), 12, 16, 5, 11, 33, 32, and 28 DE miRNAs (differentially expressed miRNAs) were identified in the Cj1 vs. Cj2, Cj1 vs. Cj3, Pt2 vs. Pt3, Pt1 vs. Pt3, Pt1 vs. Cj1, Pt2 vs. Cj2, and Pt3 vs. Cj3 comparison groups, respectively (Fig. 6g, Supplementary Table S9). However, no DE miRNA was identified in the Cj2 vs. Cj3 and Pt1 vs. Pt2 comparison groups, indicating that the difference between Cj2 and Cj3 or Pt1 and Pt2 was minimal (Fig. 6g). This result was consistent with the transcriptome results (Figs. 3a, c and 6g). Venn diagrams and heatmaps were used to demonstrate the inclusion relations and expression patterns of DE miRNAs in these seven comparison groups (Fig. 6a–f), respectively. In total, 11 and 18 DE miRNAs were identified among the different pH conditions in Pt and Cj, respectively, and the number of downregulated miRNAs was much more than that of upregulated miRNAs in both Cj and Pt (Fig. 6a, b, d, e). A total of 44 DE miRNAs was identified between Cj and Pt, and the expression of most of the DE miRNAs in Pt was higher than that of the DE miRNAs in Cj (Fig. 6c, f).

**Fig. 6:**
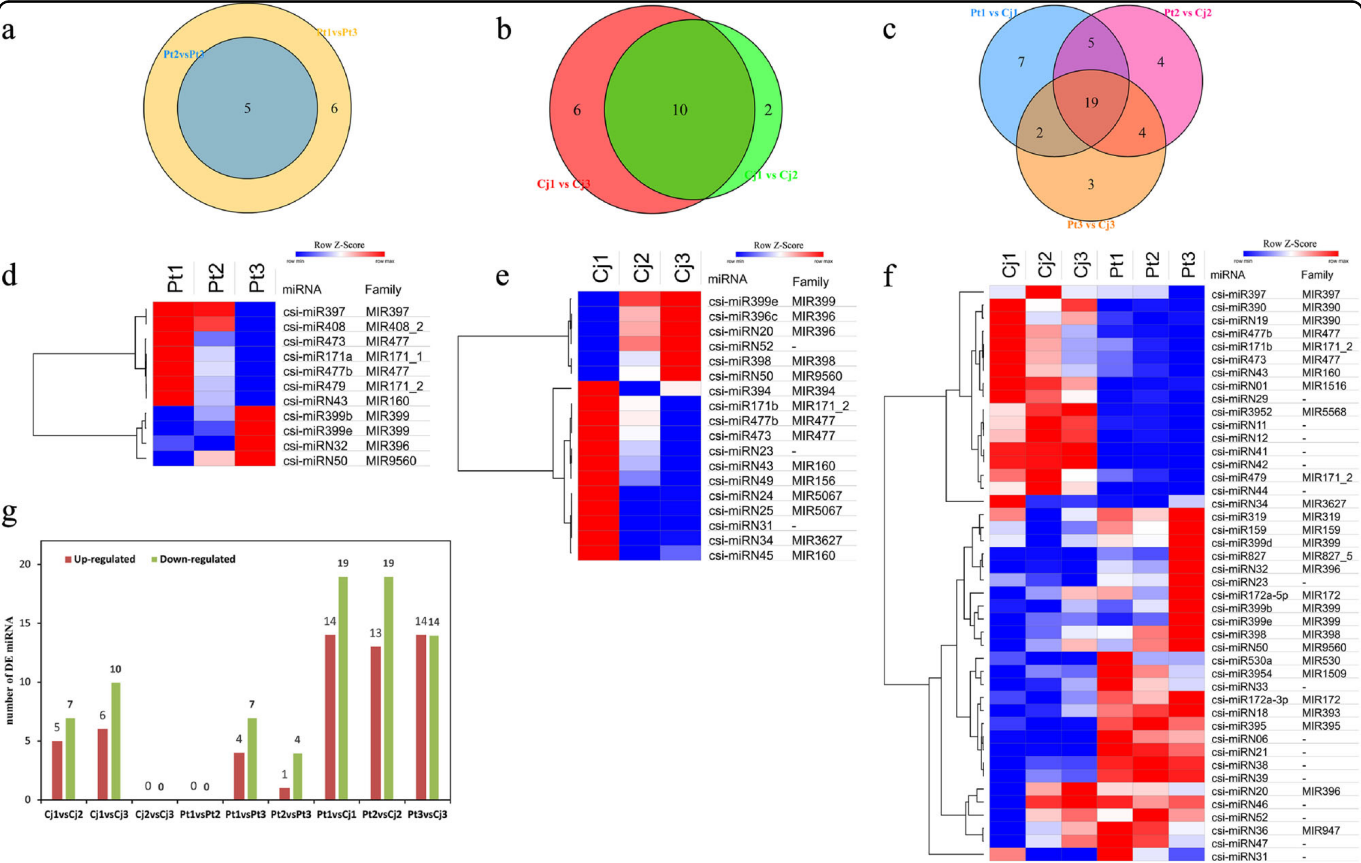
Global analysis of differentially expressed miRNAs. **a**, **b**, and **c** Venn diagrams depicting the number of differentially expressed miRNAs in different comparison groups. **d**, **e**, and **f** Heatmaps depicting the expression patterns of differentially expressed miRNAs across Cj samples, Pt samples and all six samples, respectively. **g** The number of differentially expressed miRNAs in each comparison group

### Identification of *PHAS* genes

From the eighteen deep sequencing sRNA libraries of Cj and Pt, 28 *PHAS* genes (the gene targeted by miRNAs to generate phasiRNAs) were identified that were capable of secondary siRNA production, with a *P*-value ≤0.0001 (Supplementary Table S13). In total, 24 *PHAS* genes that encoded resistance proteins were targeted by the MIR482 family (csi-482-3p, csi-482b/c, and csi-miR48). In addition, csi-miR393a triggered two TIR/AFB auxin receptor proteins, and csi-miR1515 triggered two dicer-like proteins (Supplementary Table S13). Moreover, the expression of csi-miR393a in Pt was higher than that in Cj under all three conditions (Supplementary Table S8). 

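*TIR1* (Cs2g06880), which binds auxin and marks Aux/IAA repressors for degradation, fell in Pt from 12.5 ± 0.676 FPKM at pH 6.5 to 9.12 ± 0.605 at pH 8.0 and 5.72 at pH 9.5. In Cj it was at 14.6 ± 0.884, 11.5 ± 0.548 and 12.0 FPKM. The difference between the responses to pH 9.5 was 0.84 (SE 0.23, adjusted p = 0.0124). This gene is not among the 2 degradome targets of csi-miR393a (Cs2g14270 and Cs5g32500), whose log2 fold changes in Pt at pH 9.5 compared with pH 6.5 were 0.14 and -0.08, neither passing the test. In Cj they changed by 0.25 and -0.18, and the latter call ended under median-of-ratios scaling and quantile normalization, on all 18 libraries and without Cj pH 6.5 replicate 2 or 3 or any one of the Cj pH 9.5 replicates 1, 2 and 3 (log2 fold change -0.22 to -0.13 over the alternatives).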

In this study, many genes in the auxin signal pathway were significantly altered by alkaline stress in both Cj and Pt, including *TIR1* (Table 1). Hence, this result suggests that csi-miR393a may be involved in the regulation of auxin signals in response to alkaline stress.

### Identification and functional analysis of the targets of miRNAs

From the degradome data, a total of 260 transcripts from 150 genes were predicted to be targeted by 62 miRNAs (39 known miRNAs and 23 novel miRNAs) in Cj, with 416 miRNA-target pairs (Supplementary Figure S6, Table S10). A total of 215 transcripts from 121 genes were predicted to be targeted by 56 miRNAs (38 known miRNAs and 18 novel miRNAs) in Pt, with 353 miRNA-target pairs (Supplementary Figure S7, Table S10). These miRNA-transcript pairs were classified into five categories (Category 0, 1, 2, 3, and 4) based on the confidence evaluation of the degradome data. In Categories 3 and 4, the miRNA-target pairs are not reliable; therefore, only those miRNA-target pairs that were distributed in Categories 0, 1, and 2 were retained. Finally, we identified 157 target genes (128 targets from Cj and 103 from Pt) for 58 miRNAs (52 miRNAs of Cj and 49 miRNAs of Pt) (Supplementary Figure S8a, b).

To further elucidate the roles of miRNAs in response to alkaline stress, the targets of the DE miRNAs were used to perform GO-based term and KEGG-based pathway enrichment analyses. These targets of the DE miRNAs of each comparison group are listed in Supplementary Table S11 and are shown in Supplementary Figure S8c, d. Given that the number of targets was small in each set, no enrichment pathways were identified. According to the GO enrichment analysis results, several GO terms were highly enriched, including the response to stimulus, root cap development, lignin catabolic process, and reactive oxygen species metabolic process (Supplementary Figure S9, Table S12). The expression patterns of several important miRNAs and their targets were verified in Cj and Pt (Fig. 7). The targets of csi-miRN43/45 included four ARFs (*ARF10/17*) that are important TFs for root cap development in *Arabidopsis*^49^ (Fig. 7a). *LAC4/7/17/22* and *P5CS1* are the targets of csi-miR397 (Fig. 7c). *LACs* are involved in lignin catabolism, and *P5CS1* is a key gene for proline biosynthesis that plays important roles in scavenging reactive oxygen species (ROS)^50^. The csi-miR398 targeted several ROS scavenging genes, such as *SOD1/2* and catalase (Fig. 7b). These results further suggest that the auxin pathway and ROS scavenging system may be important in the resistance to alkaline stress.

**Fig. 7:**
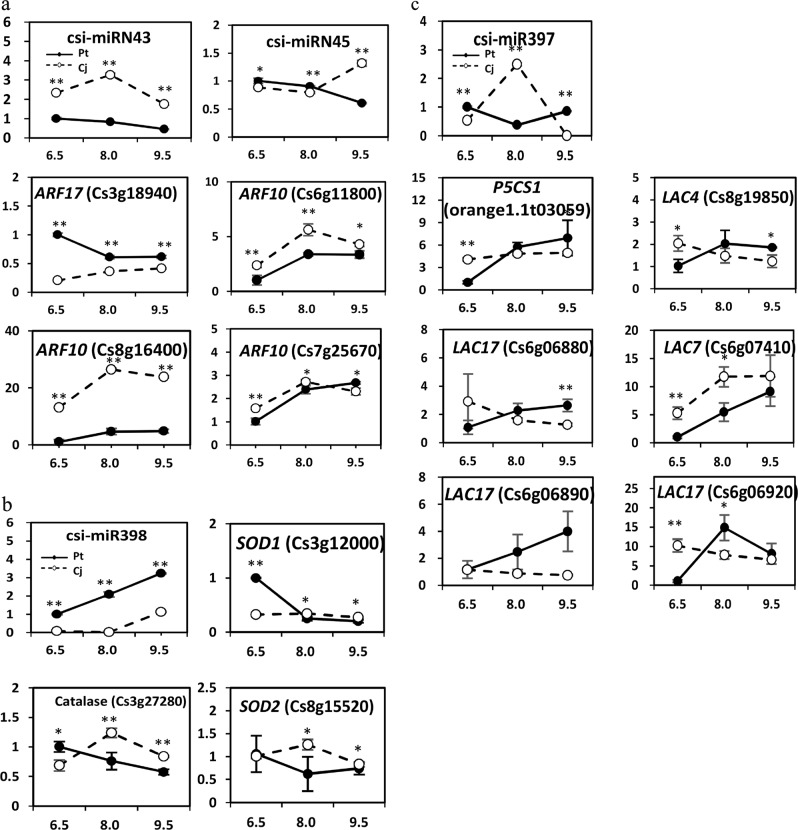
Expression patterns of miRNAs and their target genes in Cj and Pt under different pH conditions. **a** csi-miRN43/45; **b** csi-miR398; **c** csi-miR397. A single asterisk (*) represents statistically significant differences (*P* < 0.05), and double asterisks (**) represent highly statistically significant differences (*P* < 0.01), analyzed using Student’s *t*-test

### Changes of phytohormone and antioxidants in Cj and Pt under alkaline stress

According to the comprehensive analysis of transcriptomes and small RNAs of Cj and Pt, the auxin, ABA, and JA signal pathways and antioxidants may play more important roles in tolerance to alkaline stress. To further verify the difference of phytohormone and antioxidants between Cj and Pt in response to alkaline stress, we measured the JA, ABA, IAA, POD, SOD, and CAT levels in the roots of Cj and Pt under different pH conditions. As shown in Fig. 8a, the IAA levels in Cj were significantly higher than those in Pt at pH 8.0, and no significant difference was noted between the IAA levels in Cj and Pt under the other two conditions. The ABA levels in Cj were significantly lower than those in Pt under all three pH conditions (Fig. 8b). The IAA and ABA levels decreased in both Cj and Pt as the pH increased. The JA levels in Cj were much higher than those in Pt (from approximately 12-fold to approximately 40-fold) under all three pH conditions, and the JA levels in Pt increased as the pH increased. By contrast, the JA levels in Cj were downregulated under high pH conditions (Fig. 8c). Regarding antioxidants, the levels of POD, SOD, and CAT decreased markedly in Pt as the pH increased; however, the levels of these antioxidants were minimally altered in Cj (Fig. 8d–f). These results are consistent with the results of the bioinformatics analysis.

**Fig. 8:**
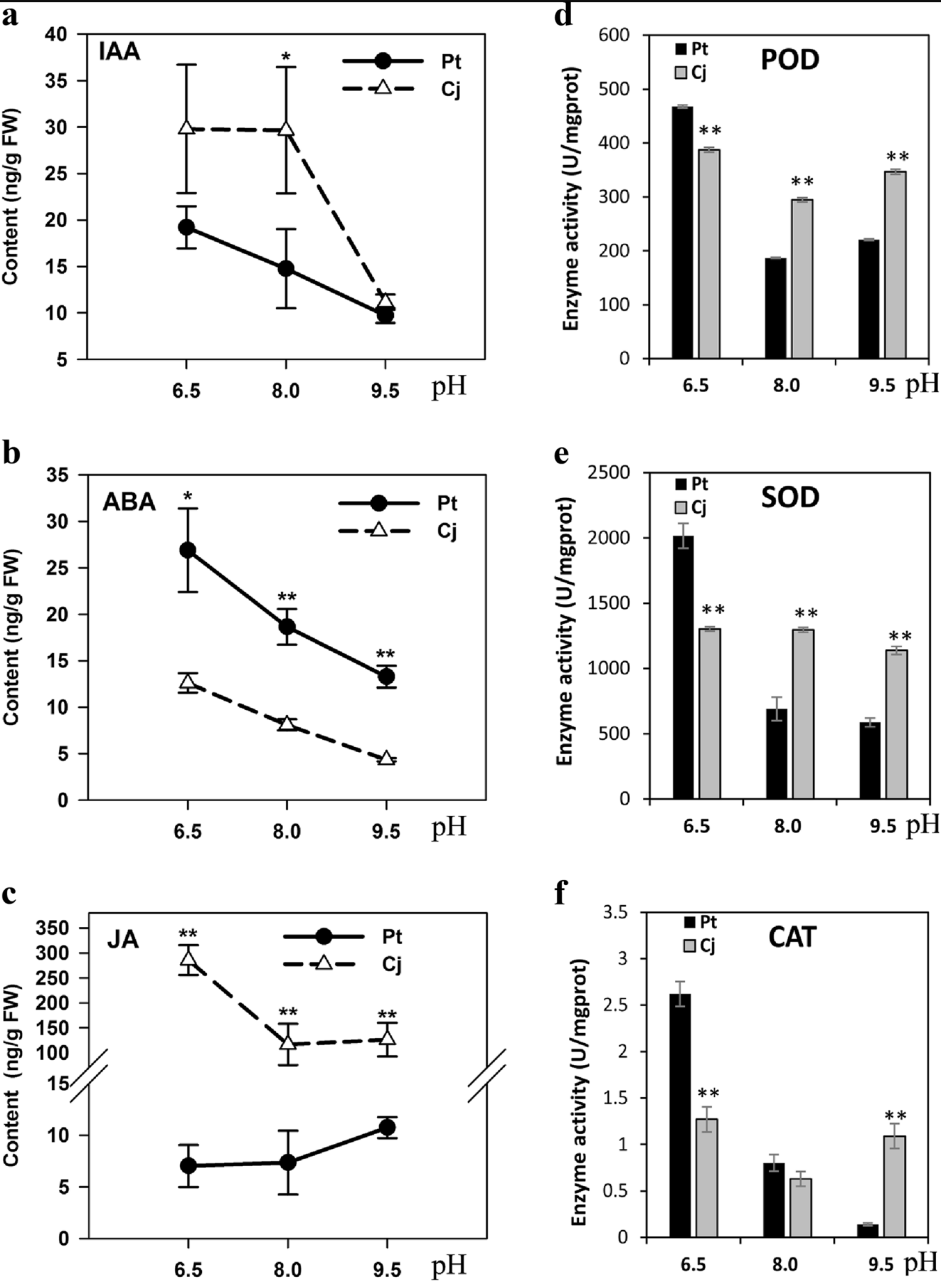
Content of several types of plant hormones. **a**–**c** and antioxidants **d**–**f** in the roots of Cj and Pt under different pH conditions. A single asterisk (*) represents statistically significant differences (*P* < 0.05), and double asterisks (**) represent highly statistically significant differences (*P* < 0.01), analyzed using Student’s *t*-test

### Exogenous JA and auxin analogs enhance the tolerance of citrus to alkaline stress

To further verify the roles of JA and auxin in alkaline stress tolerance in citrus, we designed a treatment experiment using JA and auxin analogs (NAA and IBA) to treat Pt seedlings at pH 8.5 (Fig. 9a). After 12 weeks of culture, the JA + NAA + IBA-treatment group exhibited the best growth, generating the largest number of LRs with healthy root caps and the lowest ROS level (Fig. 9). In addition, the status of the JA-treatment group was not good, which generated tiny short LRs with necrotic root caps; whereas, the ROS levels were lower than those of the control and NAA + IBA-treatment groups (Fig. 9). This result demonstrated that JA played a positive role in scavenging ROS and a negative role in LR growth and formation under alkaline stress. Moreover, the simultaneous application of auxin and JA to Pt can promote LR growth and scavenge ROS under alkaline stress. These results indicated that auxin and JA synergistically played important roles in the tolerance of citrus to alkaline stress.

**Fig. 9:**
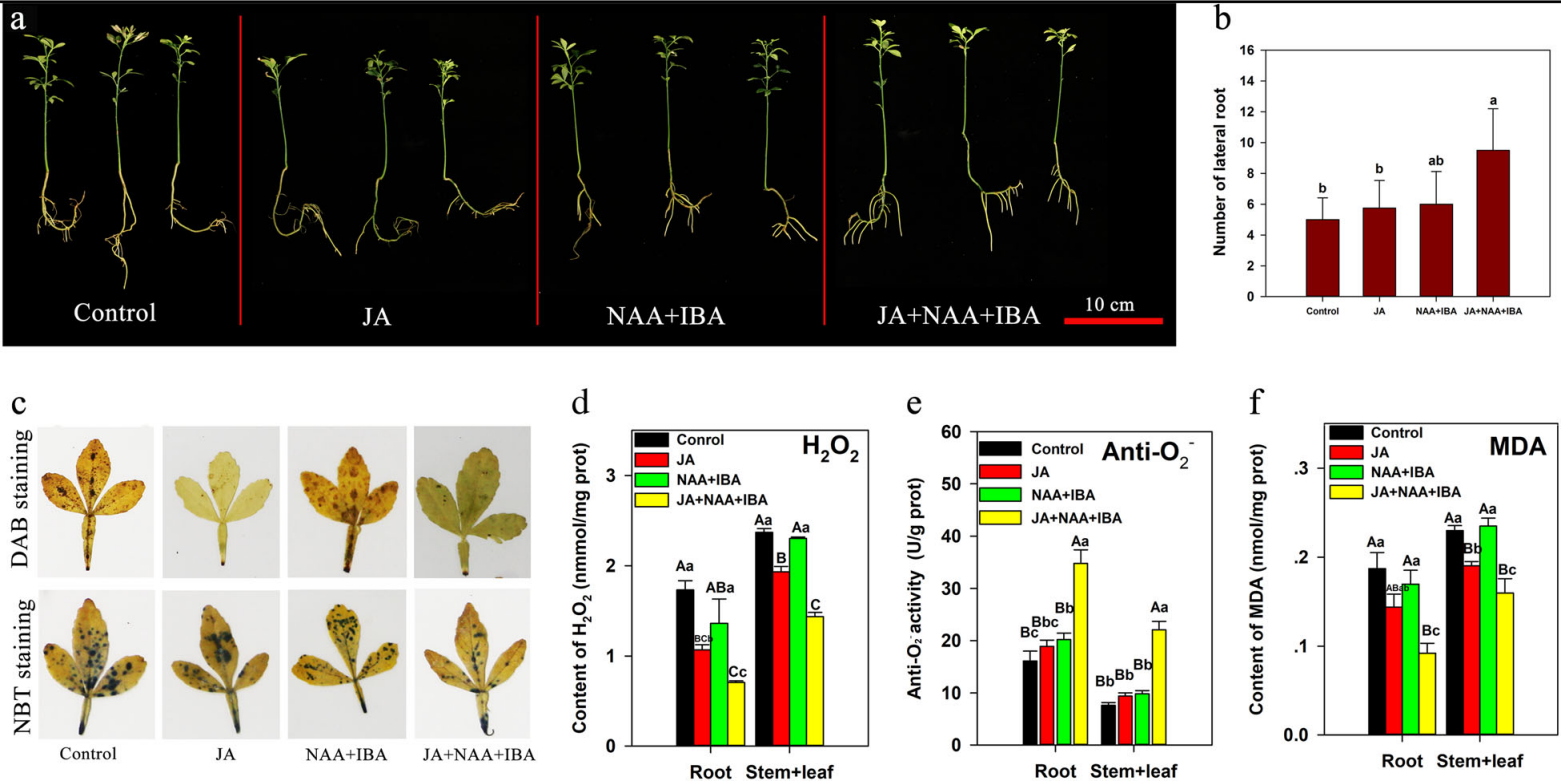
Exogenous JA, NAA, and IBA treatment of Pt seedlings under alkaline stress. **a** The phenotypes. **b** Number of LRs of Pt seedlings cultured at pH 8.5 for 12 weeks, and three treatment groups (JA (5 μM), NAA + IBA (0.5 mg/L + 0.1 mg/L) and JA + NAA + IBA (5 μM + 0.5 mg/L + 0.1 mg/L)) were defined. **c** In situ accumulation of H_2_O_2_ and O_2_·^–^; examined by histochemical staining with DAB and NBT. **d**–**f** The content of H_2_O_2,_ anti-O_2_·^–^ and MDA. Lowercase and capital letters represent statistically significant differences (*P* < 0.05) and highly statistically significant differences (*P* < 0.01), respectively. Data were analyzed using one-way ANOVA

## Discussion

Rootstock is important for the citrus industry and can significantly affect the characteristics of scions^39^. Cj has increasingly been used as rootstock for many scion cultivars in recent years in China given its excellent tolerance to alkaline stress and iron deficiency. However, the molecular mechanism has rarely been elucidated. Our work reported here provides crucial molecular insights into the tolerance of Cj to alkaline stress. The comprehensive transcriptomes and small RNA data sets of Cj and Pt along a pH gradient enabled genome-scale analyses at a high resolution. The genome-scale approach allowed us to examine the expression profiles of all of the members of gene/miRNA families in an unbiased manner and to simultaneously analyze multiple pathways. In addition, the integrated analysis of the transcriptomes and small RNAs provided more information from different regulation levels in response to alkaline stress.

### The auxin pathway may play a central role in hormonal regulation of LR development in citrus in response to alkaline stress

In this study, alkaline stress largely inhibited the formation and growth of LR in both Cj and Pt. In *Arabidopsis*, auxin serves as an integrator of numerous signals that are involved in LR development, such as ABA, CK, JA, and nutrients. These signals affect the LR development by interacting with auxin homeostasis (synthesis, conjugation, and degradation), transport, or response^9,16,29,51^. In this study, the LR development of Cj and Pt was closely related to the content of IAA (Figs. 1a, b and 8a). Moreover, a number of genes/miRNAs related to the auxin signal transduction pathway were differentially expressed in the roots of Cj and Pt under gradient alkaline stress, such as *IAA14* (Cs1g13960), csi-miR43 and others (Figs. 4 and 6, Supplementary Figure S2). 

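*IAA14*, a member of the Aux/IAA repressors known for its part in lateral root formation, changed by -1.12 in Cj (SE 0.079) and by -1.21 in Pt (SE 0.12) between pH 6.5 and pH 9.5. In Pt it went from 88.6 ± 11.4 to 55.0 ± 6.34 FPKM at pH 8.0. Its responses in Cj and Pt differed by 0.09 (SE 0.15), which did not pass the test.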

A previous study reported that *IAA14* is a key regulator in auxin-regulated growth and development, particularly in lateral root formation and that the *slr-1/iaa14* mutant of *Arabidopsis* completely lacked lateral roots^52^. In addition, under alkaline stress, treatment with exogenous JA, IBA, and NAA significantly increased the number of LRs (Fig. 9). These results revealed that auxin played an important role in citrus lateral root development under alkaline stress. Moreover, in this study, the expression of genes involved in IAA biosynthesis was slightly altered in Cj and Pt under gradient alkaline stress. However, some GH3 genes that function in conjugating amino acids to IAA^53–55^ were upregulated at pH 9.5 in Cj and differentially expressed between Cj and Pt, such as *GH3.6* (Cs2g22260) and *GH3.9* (Cs5g32880) (Figs. 4 and 5c). This result suggests that the regulation of IAA homeostasis may contribute to alterations of the free IAA content in Cj and Pt. 

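*GH3.6* was at 0.578 ± 0.153 FPKM in Cj at pH 6.5, 0.0968 ± 0.0895 at pH 8.0 and 0.204 ± 0.0738 at pH 9.5, and in Pt at 0.559 ± 0.141, 0.708 ± 0.219 and 0.940 ± 0.372, too low to be tested. *GH3.9* stood at 1.07 ± 0.266, 0.256 ± 0.0597 and 0.969 ± 0.279 FPKM in Cj. Its log2 fold change at pH 9.5 was -0.10 compared with pH 6.5, which did not pass the test. Compared with Pt it was lower in Cj, by -1.97 at pH 6.5 and -1.52 at pH 9.5. Another gene named for a GH3 enzyme, GH3.5 (orange1.1t00825), rose in Cj from 0.743 ± 0.230 to 1.53 ± 0.342 FPKM at pH 9.5 and fell in Pt from 2.71 ± 0.200 to 1.47 ± 0.118. Its call in Cj ended without Cj pH 6.5 replicate 1 or 2 or Cj pH 9.5 replicate 2 or 3 (log2 fold change 0.54 to 0.97 over the alternatives) and that in Pt without Pt pH 6.5 replicate 2 (-0.85 to -0.59).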

Overexpression *GH3.6* in *Arabidopsis* severely reduces the number of prebranch sites and LRs^56^. Moreover, several IAA-amino acid conjugates function in inhibiting root elongation, such as IAA-Ala and IAA-Leu^57^.

Lateral root formation and development appear to be the result of the balancing effects of auxin-promoting and ABA-repressive signaling pathways. For instance, ABA inhibits LR formation by reducing the expression of the TIR1/AFB auxin receptor through miR393 upregulation^58^ and upregulating the expression of *ABI4*, which functions to repress *PIN1*^13^. In this study, several key ABA biosynthesis genes were downregulated under alkaline conditions, and the ABA levels were also reduced in Cj and Pt (Figs. 2 and 8b). However, the ABA levels in Pt were higher than those in Cj for all three conditions (Fig. 8b). This result indicates that ABA may also play an important role in LR development under alkaline stress by interacting with the auxin pathway.

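*NCED1* (Cs2g03270) fell in Cj from 1.42 ± 0.368 FPKM at pH 6.5 to 0.453 ± 0.181 at pH 9.5 and in Pt from 3.31 ± 0.835 to 0.870 ± 0.341. For the other *NCED1* gene (Cs5g14370) the responses in Cj and Pt differed by -3.26 (SE 0.24). Carotenoids are the precursors of ABA and of strigolactones. In Cj carotenoid cleavage dioxygenase 7 (Cs1g25090), of strigolactone synthesis, rose by 1.30 and dioxygenase 8 (Cs4g19460) changed by -1.27 on the log2 scale. Of the carotenoid list from Cj, 2 of 5 tested genes rose and 3 fell (2 and 3 when adjusted over the list alone) in Cj and 2 of 5 tested genes rose and 1 fell (3 and 1 when adjusted over the list alone) in Pt. Of the list from Pt, 3 of 7 tested genes rose and 4 fell (3 and 4 when adjusted over the list alone) in Pt and 3 of 7 tested genes rose and 2 fell (3 and 2 when adjusted over the list alone) in Cj. From the comparison of Pt and Cj, 6 of 15 tested genes rose and 3 fell (7 and 3 when adjusted over the list alone) in Cj and 3 of 15 tested genes rose and 3 fell (3 and 3 when adjusted over the list alone) in Pt. The lists were made by the study from its calls on these libraries. Without Cj pH 9.5 replicate 1, the call of Cs2g03270 in Cj ended (log2 fold change -1.49 to -0.73 over the alternatives).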

### Jasmonate may play a significant role in tolerance to alkaline stress

Previous studies have demonstrated that JA is closely related to salt stress^19,20^; however, few studies have assessed the relationship between JA and alkaline stress. In this study, under alkaline stress, exogenous JA treatment could significantly reduce the level of H_2_O_2_ and MDA in Pt, and JA with auxin analogs treatment could promote LR generation and growth (Fig. 9). These results showed a positive role of JA in alkaline stress responses in citrus. However, under alkaline stress, exogenous JA treatment played a negative role in LR formation and growth in Pt (Fig. 9a, b). In addition, the expression of key genes involved in JA biosynthesis and signal transduction and the JA levels also showed opposite patterns in Cj and Pt in response to alkaline stress; these genes included *LOX3* and *MYC2*, which were downregulated in Cj, but upregulated in Pt (Table 1). This result elucidated that JA signaling was enhanced in Pt, but weakened in Cj under alkaline stress. 

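The response of *LOX3* to pH 9.5 differed between Cj and Pt by -3.30 on the log2 scale (Cj minus Pt, SE 0.20, adjusted p = 7.7e-09). At pH 8.0 the means of *LOX3* were 60.5 FPKM in Cj and 76.7 in Pt. *MYC2* was at 159.6 ± 4.29, 83.5 ± 5.69 and 67.9 ± 5.38 FPKM in Cj and at 123 ± 10.1, 170.5 ± 18.2 and 228 ± 4.81 in Pt. Not all genes of JA synthesis followed. *LOX2* rose in both, with a difference of -0.57. Lipoxygenase 2-1 (orange1.1t03775) fell in Cj (log2 fold change -1.14), where another lipoxygenase 2-1 gene (orange1.1t04376) rose by 1.77. Of the alpha-linolenic acid list from the comparison of Pt and Cj, 6 of 17 tested genes rose and 4 fell (7 and 4 when adjusted over the list alone) in Cj and 2 of 17 tested genes rose and 3 fell (2 and 5 when adjusted over the list alone) in Pt, in a list that the study drew from the same samples.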

Jasmonate-induced primary root growth inhibition has been well studied in Arabidopsis. JA reduces both the cell number and cell length of the root through *MYC2* repressing the expression of *PLT1* and *PLT2*^59^. On the other hand, JA inhibits primary root growth and regulates LR formation in a dose-dependent manner, with low micromolar concentrations of JA inhibiting the primary root growth and promoting LR formation in Arabidopsis^30,31^. Moreover, JA is involved in LR growth inhibition under Al stress and salt stress^60,61^. Hence, in this study, weakened JA signaling in Cj may play a positive role in the tolerance to alkaline stress. The differential response to exogenous JA may be due to the dose-dependent activity of JA.

In addition, many TFs, such as *ZAT12*, *WRKY46*, *FIT1*, *ERF105*, and others, also exhibited opposite patterns in Cj and Pt (Supplementary Figure S1d, Table 1, Supplementary Table S3). 

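The response to pH 9.5 differed between Cj and Pt by -4.28 for *ERF109*, -2.67 for *WRKY46* and 2.61 for *FIT1* (Cj minus Pt, log2 scale). The paper gives identifiers for 79 genes present in the data, of which 76 could be tested in both rootstocks. Of these, 29 changed in opposite directions with a significant difference between the responses. For 14 the change was up in Cj and down in Pt, and for 15 it was down in Cj and up in Pt. Among the 76 genes, 22 changed in the same direction in both rootstocks. The identifiers were given by the study for genes it had found to change, so the tally describes these genes and not the genome.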

The expression patterns of these TFs were closely related with the JA levels in Cj and Pt. This result indicated that interactions may exist between these TFs and the JA pathway. Ding et al.^48^ reported that *WRKY46* contributes to the feed-forward inhibition of osmotic/salt stress-dependent LR inhibition in *Arabidopsis* via regulation of ABA signaling and auxin homeostasis. *ZAT12* is induced by H_2_O_2_ and functions as a negative regulator of iron acquisition by repressing *FIT* expression^62^.

### ROS metabolic process is important for citrus to resist alkaline stress

When plants are exposed to stress conditions, reactive oxygen species (ROS) are generated^63^. A lower level of ROS following stress exposure is generally regarded as better tolerance. ROS scavenging enzymes, such as POD, SOD, and CAT, are indispensable for ROS detoxification so that plants can combat the ROS-associated cellular damage and maintain better survival under stressful conditions^64^. In this study, the expression of genes/miRNAs of ROS metabolic process were affected by alkaline stress in Cj and Pt, such as peroxidase genes and csi-miR398 (Figs. 4 and 7b, Supplementary Figure S2). Moreover, most ROS metabolic process genes/miRNAs were more downregulated/upregulated in Pt than those in Cj in response to alkaline stress (Figs. 4 and 7b, Supplementary Figure S2). In addition, the SOD, POD, and CAT levels were also much higher in Cj than those in Pt under alkaline stress, and these antioxidant levels changed slightly in Cj in response to alkaline stress (Fig. 8d–f). Therefore, these results showed the ROS scavenging system of Cj was stronger than that of Pt under alkaline stress. 

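*SOD1* (Cs3g12000), a superoxide dismutase gene, fell in Pt from 172 ± 25.6 FPKM at pH 6.5 to 69.2 ± 3.50 at pH 9.5 and in Cj from 143 ± 0.970 to 93.8 ± 4.99, with a difference between the responses of 0.69 (SE 0.17). *SOD2* (Cs8g15520) changed by -1.26 in Pt (SE 0.16) and differed from its response in Cj by 0.88. Of the GO term antioxidant activity from Pt, 1 of 18 tested genes rose and 14 fell (1 and 16 when adjusted over the list alone) in Pt (adjusted p = 3.2e-08 from camera with the preset correlation, adjusted p = 0.232 with an estimated correlation), and 2 of 17 tested genes rose and 6 fell (2 and 6 when adjusted over the list alone) in Cj. The response was higher in Cj for 12 of these genes and lower for 1. Between pH 9.5 and pH 6.5, 20 of 30 photosynthesis genes, markers of green tissue, fell in Pt as well. Of the antioxidant list from Cj, none of 14 tested genes rose and 13 fell (none and 14 when adjusted over the list alone) in Cj at pH 8.0 and none of 14 tested genes rose and 3 fell (none and 3 when adjusted over the list alone) at pH 9.5, while in Pt 1 of 12 tested genes rose and 4 fell (1 and 4 when adjusted over the list alone) at pH 9.5. Of hydrogen peroxide metabolism from Pt, none of 12 tested genes rose and 9 fell (none and 10 when adjusted over the list alone) in Pt (adjusted p = 3.2e-07 from camera with the preset correlation, adjusted p = 0.209 with an estimated correlation) and 1 of 11 tested genes rose and 3 fell (1 and 3 when adjusted over the list alone) in Cj, and the response was higher in Cj for 7 and lower for none. Of the list from Cj, 2 of 14 tested genes rose and 3 fell (2 and 3 when adjusted over the list alone) in Cj and 2 of 12 tested genes rose and 4 fell (2 and 5 when adjusted over the list alone) in Pt. Of the list from the comparison of Pt and Cj, 6 of 32 tested genes rose and 5 fell (7 and 5 when adjusted over the list alone) in Cj and 4 of 27 tested genes rose and 8 fell (6 and 9 when adjusted over the list alone) in Pt. Many members of these terms are peroxidases. A term taken from the calls in the same rootstock is not independent there. The difference between the responses uses those libraries too, so its counts for the terms from Pt are not independent evidence. Without Cj pH 9.5 replicate 2, 5 genes of the hydrogen peroxide list from Cj fell in Cj, and without Cj pH 9.5 replicate 1, 2 of the list from Pt rose there. Without Pt pH 9.5 replicate 2 or 3, 1 gene of the list from Cj rose in Pt.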

Several studies have shown that exogenous JA treatment of soybean significantly increases the activities of SOD, POD, APX, and CAT under salt or drought stress^65,66^. In this study, under alkaline stress, exogenous JA treatment could significantly reduce the levels of MDA and H_2_O_2_ in Pt seedlings (Fig. 9d, f). Hence, the interaction between JA and ROS metabolic process may play roles in the tolerance of citrus to alkaline stress.

### Differential response of Cj and Pt to iron deficiency under alkaline stress

Cj is more tolerant to iron deficiency compared with Pt under alkaline stress. In this study, a number of genes related to iron acquisition were differentially expressed among the different pH conditions in Cj and Pt, including *FIT1* and *FRO2/4/6* (Table 1). Moreover, these genes were upregulated in Cj but downregulated in Pt as the pH increased (Table 1, Supplementary Figure S4a, b). This result indicates improved iron acquisition in Cj compared with Pt under alkaline stress. 

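The difference between the responses of Cj and Pt to pH 9.5 was 3.53 for *FRO2* on the log2 scale (Cj minus Pt, SE 0.24), 1.36 for *FRO6* and 1.21 for *FRO4*. For Ferritin-1, which fell in both rootstocks (-1.22 in Cj and -2.94 in Pt), the difference of 1.72 reflects a smaller fall in Cj. Of the 8 iron genes of Table 1, 7 had a response higher in Cj and none had a lower one. Other genes were picked by the size of the difference. The metal transporter gene *Nramp5* (Cs3g19960) rose in Cj from 3.20 ± 1.68 to 20.9 ± 2.46 FPKM and fell in Pt from 5.29 ± 1.15 to 0.178 ± 0.134. *CYP82C4* (Cs3g24170), which acts in the synthesis of iron-mobilizing coumarins, was at 2.58 ± 2.20 and 18.2 ± 2.52 in Cj and at 7.18 ± 3.52 and 0.420 ± 0.178 in Pt. Nicotianamine synthase (Cs4g03270) changed by 1.79 in Cj and -2.78 in Pt, and Cs4g03300 by 3.42 in Cj and -1.20 in Pt. Of the genes of the GO term response to iron ion from Pt, none of 13 tested genes rose and 12 fell (none and 13 when adjusted over the list alone) in Pt (adjusted p = 1.8e-09 from camera with the preset correlation, adjusted p = 0.209 with an estimated correlation). In Cj 3 of 12 tested genes rose and 4 fell (3 and 4 when adjusted over the list alone), and the difference was higher in Cj for 11 and lower for none. This term was selected by the study in Pt, so its fall there is not independent evidence. The difference from Cj uses the same Pt libraries and is not independent evidence either. The iron genes of Table 1 were also chosen by the study on these libraries, which limits their count in the same way. The call of Cs4g03270 in Cj ended without Cj pH 6.5 replicate 2 or 3 or Cj pH 9.5 replicate 1 or 3 (log2 fold change 1.50 to 2.37 over the alternatives), and its value in Pt was lowest with a pseudocount of 0.1 (-4.34 to -2.13). Chlorophyll a-b binding protein 3C (Cs2g03780), a gene of green tissue, also moved apart, by 1.35.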

Previous studies demonstrated that FIT plays a central role in iron acquisition^38^. FRO2 and IRT1 are targets of FIT that regulate *FRO2* at the level of mRNA accumulation and IRT1 at the level of protein accumulation^37^. FIT expression is upregulated by iron deficiency^37^ and is downregulated by jasmonate^67,68^. In this study, the JA levels were decreased in Cj but increased in Pt as the pH increased (Fig. 8c). This result suggests that *JA* may repress *FIT1* expression in citrus under alkaline stress. The interaction between *FIT1* and JA should be studied in the future.

Taken together, our results demonstrate that the inhibitory effect of alkaline stress on root growth involves the auxin, ABA and JA signaling pathways in citrus. Regulation of auxin homeostasis under alkaline stress is important for adapting to alkaline stress in citrus. Moreover, the JA pathway, which exhibits the opposite response to alkaline stress in Cj and Pt, may contribute to the differences in the alkaline stress and iron deficiency tolerance between Cj and Pt. Further studies are needed to elucidate the regulation network of JA in resistance to alkaline stress and iron deficiency in citrus.

## Materials and methods

### Plant materials, growth conditions, and sample collections

According to the method described by Zhou et al.^69^, the seeds of Cj and Pt were surface sterilized, and their germination was accelerated. The seedlings were grown in a growth chamber until they had four leaves. Then, seedlings were selected based on a uniform size and transferred into a hydroponics system with a 4 L solution in a greenhouse. Three different pH gradients (6.5, 8.0, and 9.5) were established. Given that most natural soils have weak acidity, we used pH 6.5 as the normal condition. After 8 weeks of culture, three biological replicates (three seedling plants per replicate) were collected randomly for each treatment. Cj1, Cj2, and Cj3 represented Cj seedlings cultured at pH 6.5, 8.0, and 9.5, respectively. A similar naming scheme was employed for the Pt seedlings. The roots, stems, and leaves of the seedlings were sampled separately. A portion of root samples was scanned with an Epson digital scanner (Expression 10000XL 1.0, Epson, Inc., Japan), and WinRhizo Pro (S) v. 2009c (Regent Instruments, Inc., Canada) software was used to analyze the root morphology. Another portion of samples were frozen by liquid nitrogen and immediately stored under −80 ℃ for other experiments.

### Measurement of mineral element concentrations

The plant mineral element concentrations were measured as described in previous studies^69,70^, with some modification. Briefly, fresh samples were placed into a forced air oven at 105 °C for 30 min, and then at 75 °C until a constant weight was reached to determine the sample dry weight. All the dried samples were ground into fine powder. Then, 0.50 g of each sample was dry-ashed in a muffle furnace at 200 °C for 1 h, 300 °C for 1 h, and 500 °C for 8 h, followed by dissolution in 10 mL 0.1 N HCl. The mineral elements (except nitrogen) were determined using inductively coupled plasma atomic spectroscopy (ICP-AES; Thermo, Inc., IRIS Advan, USA). The total nitrogen content of the plant samples, the pH of the soil samples and the soil mineral element concentrations were measured using the methods described by Bao^71^. Each sample was assayed using three replicates.

### RNA-seq, data processing, and gene annotation

Total RNA isolation was performed as described previously^72^. Six samples of the root tissues of Cj and Pt were collected, and three biological replicates were collected for each sample. A total of 18 transcriptomes, 18 small RNAs and two degradomes profiles were obtained by RNA-seq using Illumina HiSeq X-ten at Beijing Biomarker Technologies Limited Company (Beijing) in 2017. The sequencing raw data have been submitted to NCBI Gene Expression Omnibus (GEO), and the accession number is GSE115050. The method for data processing and gene annotation was listed in Supplementary Methods 1.

### Expression data analysis

The dendrogram in Fig. 2a was made by the function *cor*() in R with default settings. The *y*-axis is computed as 1 minus cor (correlation) to reflect the degree of variance. Log_2_ (FPKM) was used in the computation. The expression modules in Fig. 2c, d were generated by the Short Time-series Expression Miner (v1.3.7) (STEM)^45^ based on FPKM, with the STEM Clustering Method, with default settings used for the Filtering, Model Profiles and Clustering Profiles. Figure 3b, d was generated by the function *GOCircle* () of R package GOplot (1.0.2)^46^. Hierarchical clustering of the gene sets was performed using Morpheus (https://software.broadinstitute.org/morpheus/) with one minus the Pearson correlation as the distance metric and average as the linkage method. Log_2_ (FPKM) of the differentially expressed genes from the comparison groups was used for clustering. The *Z*-score in here was calculated for each miRNA per sample using the formula (*X*–*X*_av_)/SD, where *X* is the TPM value in a particular sample, and *X*_av_ and SD are the mean and standard deviation of the TPM values across all samples used for clustering, respectively.

### Verification of miRNA and target gene expression by qRT-PCR

Stem-loop qRT-PCR was performed to validate the expressions of miRNAs with three biological replicates based on our previous method^73^. U6 was used as the endogenous reference gene^74^. Next, qRT-PCR was performed with three biological replicates according to our previous study^75^, and *CsActin* was used as the endogenous reference gene^76^. The primers are listed in Supplementary Table S14. Data are presented as the means ± standard error (SE) (*n* = 3).

### Quantification of ABA, JA, and IAA

The samples for ABA, JA, and IAA quantification were prepared according to the method described by Pan et al.^77^, with slight modifications, which were described in detail in our previous study^75^. For this purpose, d_6_-ABA (Icon Isotopes, cat. no. ID1001) was used as an internal standard for ABA, d_5_-IAA (Aldrich, cat. no. 492817) was used as an internal standard for IAA, and H_2_JA (dihydrojasmonic acid, OlChemim, cat. no. 0145324) was used as an internal standard for JA. The reaction monitoring conditions (Q1/Q3) for ABA and d_6_-ABA, IAA and d_5_-IAA, and JA and H_2_JA were 262.8/152.6 and 269.1/158.8, 174.0/129.6 and 179.0/134.8, and 209.0/59.0 and 211.0/58.8, respectively. Each sample was characterized using four replicates.

### Physiological analyses and histochemical staining of ROS

Malondialdehyde (MDA) levels were determined according to the method described by Liu et al.^78^. Peroxidase (POD), superoxide dismutase (SOD), catalase (CAT) and H_2_O_2_ were measured using relevant detection kits (A064-1 for H_2_O_2_, A084-3 for POD, A001-1 for SOD, and A007-1 for CAT, Nanjing Jiancheng Bioengineering Institute, Jiangsu, China) following the manufacturer’s instructions. Anti-O_2_·^–^ measurement and total protein concentration measurement were performed according to Geng and Liu^64^. Histochemical staining with 3,3’-diaminobenzidine (DAB) and nitroblue tetrazolium (NBT) was used to examine the in situ accumulation of H_2_O_2_ and O_2_·^–^, respectively^79^.

### JA, naphthylacetic acid (NAA), and indolebutyric acid (IBA) treatment of the seedlings of Cj and Pt

A stock solution of 1 mM JA was made in ethanol and diluted with water before application. For the Pt seedlings cultured at pH 8.5, we set up the JA (5 μM), NAA + IBA (0.5 mg/L + 0.1 mg/L) and JA + NAA + IBA (5 μM + 0.5 mg/L + 0.1 mg/L) treatment groups, and the seedlings were cultured for 12 weeks. The solution was replaced every week.

## Supplementary information

Instruction of Supplementary information

Supplementary methods 1

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Figure S7

Figure S8

Figure S9

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

Table S8

Table S9

Table S10

Table S11

Table S12

Table S13

Table S14

# Supplementary material for: Genome-wide comprehensive analysis of transcriptomes and small RNAs offers insights into the molecular mechanism of alkaline stress tolerance in a citrus rootstock
**Source:** Hortic Res. 2019 Mar 1;6:33. doi: 10.1038/s41438-018-0116-0
**Supplement:** Supplementary file 1 — Instruction of Supplementary information

**Supplementary information**

**Figure S1.** Genes and TFs of the Cj up, Cj down, Pt up and Pt down clustering profiles generated by STEM.

(a) Venn diagram revealing the overlapping sets of genes among the Cj up, Cj down, Pt up and Pt down clustering profiles. (b) Families of TFs identified in the Pt up and Pt down clustering profiles. (c) Families of TFs identified in the Cj up and Cj down clustering profiles. (d) Heatmap demonstrating the expression patterns of the TFs identified in all four clustering profiles.

**Figure S2.** Heatmaps demonstrating the expression patterns of plant hormone signal transduction and phenylpropanoid biosynthesis pathway genes identified in the Cj up, Cj down, Pt up and Pt down clustering profiles**.**

**Figure S3.** GO enrichment analysis of the differentially expressed genes in each comparison group of Cj and Pt. The bubble colour indicates the P-value; the plot size indicates the frequency of the GO term in the underlying GOA database (bubbles of more general terms are larger).

**Figure S4.** Heatmaps depicting the expression patterns of differentially expressed genes enriched in ion transport term (a and b), phenylpropanoid biosynthesis pathway (c) and response to stimuli term (d).

**Figure S5.** Predicted secondary structures of the novel miRNAs. Mature miRNA sequences are highlighted in blue, and miRNA* sequences are highlighted in red.

**Figure S6.** T-plots of the miRNA targets identified in Cj.

**Figure S7.** T-plots of the miRNA targets identified in Pt.

**Figure S8.** Venn diagrams revealing the number of target genes and miRNAs with identified target genes in Cj and Pt. (a) The number of miRNAs with identified target genes in Cj and Pt; (b) the number of all identified target genes in Cj and Pt; (c) the number of target genes of differentially expressed miRNAs of Cj and Pt; (d) the number of target genes of differentially expressed miRNAs between Cj and Pt.

**Figure S9.** Biological process enrichment analysis of the target genes of differentially expressed miRNAs in Cj (a) or Pt (b) or between Cj and Pt (c, d and e). The bubble colour indicates the P-value; the plot size indicates the frequency of the GO term in the underlying GOA database (bubbles of more general terms are larger).

**Table S1.** Summary of the RNA-seq results of the transcriptomes, small RNAs and degradomes.

**Table S2.** Expression of all genes identified in 18 transcriptomes.

**Table S3.** Genes and transcription factors identified in cluster profiles by STEM.

**Table S4.** Enriched KEGG pathways of genes in cluster profiles.

**Table S5.** Integration of DEGs of different comparison groups.

**Table S6.** Enriched KEGG pathways of DEGs of different comparison groups.

**Table S7.** Enriched Gene Ontology (GO) terms of the DEGs of different comparison groups.

**Table S8.** Known miRNAs and novel miRNAs identified in Cj and Pt.

**Table S9.** Differentially expressed miRNAs identified in different comparison groups.

**Table S10.** Targets of the miRNAs identified in Cj and Pt.

**Table S11.** Targets of differentially expressed miRNAs.

**Table S12.** Enriched Gene Ontology terms of the targets of differentially expressed miRNAs.

**Table S13.** Identified *PHAS* genes in the root of Cj and Pt.

**Table S14.** Primer sequences for stem-loop qRT-PCR and qRT-PCR.

**Supplementary methods 1.** Deep sequencing data analysis.

# Supplementary material for: Genome-wide comprehensive analysis of transcriptomes and small RNAs offers insights into the molecular mechanism of alkaline stress tolerance in a citrus rootstock
**Source:** Hortic Res. 2019 Mar 1;6:33. doi: 10.1038/s41438-018-0116-0
**Supplement:** Supplementary file 2 — Supplementary methods 1

**Supplementary Methods 1**

**Deep sequencing data analysis**

Clean reads (high quality reads) of 18 transcriptome libraries were filtered from raw reads by removing low-quality reads with ambiguous nucleotides and adaptor sequences, and Tophat2 ([Kim *et al.*, 2013](#_ENREF_4)) was used to map clean reads to the reference genome *C. sinensis* ([Xu *et al.*, 2013](#_ENREF_11)) (Table S1). Gene expression levels were calculated by the FPKM (Fragments Per Kilobase of transcript per Million mapped reads) method using the RSEM tool ([Li and Dewey, 2011](#_ENREF_6)). Differential expression analysis was performed using the DESeq R package (1.10.1) ([Anders and Huber, 2010](#_ENREF_1)). The resulting P values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted P-value (FDR) < 0.05 found by DESeq were assigned as differentially expressed genes.

The raw reads of small RNA libraries were pre-processed to remove low-quality reads, adaptors and contaminants to obtain clean reads. The clean reads were used to search Silva database, GtRNAdb database, Rfam database (Rfam 13.0) and Repbase database by Bowtie ([Langmead *et al.*, 2009](#_ENREF_5)) to filter ribosomal RNA (rRNA), transfer RNA (tRNA), small nuclear RNA (snRNA), small nucleolar RNA (snoRNA) and other ncRNA and repeats. Then, reads matching the reference genome *C. sinensis* ([Xu *et al.*, 2013](#_ENREF_11)) were annotated (Table S1). These reads were used to detect known miRNA (comparing with miRBase 22 database) and novel miRNA predicted by miRDEEP2 ([Zhang *et al.*, 2015](#_ENREF_12)). The novel miRNAs were confirmed based on the criteria of a previous publication ([Meyers *et al.*, 2008](#_ENREF_7)) and secondary structure of the hairpins visualized by VisSR (version 1.0). Raw miRNA counts were normalized to TPM (reads per million) using the equation TPM = (Read count/Total mapped reads) × 1 000 000. The differential expression analysis was performed using the R-package DESeq (1.10.1) ([Anders and Huber, 2010](#_ENREF_1)). miRNAs with an adjusted P-value < 0.05 found by DESeq were assigned as differentially expressed miRNAs.

The raw data of the degradomes were trimmed by pre-analysis similar to the sRNAome raw data to obtain clean reads. The clean reads were used to search Silva database, GtRNAdb database, Rfam database (Rfam 13.0) and Repbase database by Bowtie ([Langmead *et al.*, 2009](#_ENREF_5)) to filter ribosomal RNA (rRNA), transfer RNA (tRNA), small nuclear RNA (snRNA), small nucleolar RNA (snoRNA) and other ncRNA and repeats. The remaining unannotated sequences were mapped to the reference genes (cDNA) of the *C. sinensis* genome ([Xu *et al.*, 2013](#_ENREF_11)) by Botwie (Table S1). The reads mapped to cDNA_sense were used to predict cleavage sites by PAREsnip (version 2.3) ([Folkes *et al.*, 2012](#_ENREF_3)). The cleaved target transcripts were categorized into five classes based on the abundance of degradome reads indicative of miRNA-mediated cleavage. Category 0 comprised the sequences whose abundance at the cleavage site was the only maximum on the transcript; in category 1, the reads abundance at the cleavage site was the maximum but not unique; category 2 consisted of sequences whose abundance at the cleavage site was higher than the median but not the maximum; category 3 included sequences whose abundance at the cleavage site was equal to or below the median; the remaining sequences, which were the only raw reads at the cleavage site, were classified as category 4. When the alignment score was no more than 4.5, the transcripts were considered as miRNA targets. The alignment score was calculated by the Rule-Based Complementarity Search algorithm ([Folkes *et al.*, 2012](#_ENREF_3)). The T-Plot figures were generated by VisSR (version 1.0).

Ta-si prediction tool (version 2.0), one tool of the UEA sRNA workbench ([Stocks *et al.*, 2012](#_ENREF_8)), was used to identify phasiRNAs and *PHAS* genes. The clean reads of MT and WT were supplied as sRNA dataset and the *C. sinensis* genome (Xu et al., 2013) was supplied as reference genome. The cutoff P-value calculated by the algorithm described by Chen et al. ([2007](#_ENREF_2)) was set as 1.0E-4. The sRNAs that did not match the genome were discarded, and only 21 nt sRNAs were used in the phasing analysis.

Gene annotation was conducted using the Blastp search against the nr database in NCBI, Swiss-Prot database and Pfam database. BlastKOALA was used to annotate the KOs of the KEGG ORTHOLOGY database. The protein sequences of genes were aligned against the GO database and KEGG pathway database using KOBAS 3.0 (http://kobas.cbi.pku.edu.cn/) ([Xie *et al.*, 2011](#_ENREF_10)) to perform the enrichment analysis. A corrected P-value < 0.01 was set as a cut-off for GO enrichment. REVIGO ([Supek *et al.*, 2011](#_ENREF_9)) was used to visualize and summarize the biological process, cell component and molecular function terms identified by KOBAS 3.0.

**Anders S, Huber W**. 2010. Differential expression analysis for sequence count data. *Genome Biol* **11**, R106.

**Chen HM, Li YH, Wu SH**. 2007. Bioinformatic prediction and experimental validation of a microRNA-directed tandem trans-acting siRNA cascade in Arabidopsis. *Proceedings of the National Academy of Sciences of the United States of America* **104**, 3318-3323.

**Folkes L, Moxon S, Woolfenden HC, Stocks MB, Szittya G, Dalmay T, Moulton V**. 2012. PAREsnip: a tool for rapid genome-wide discovery of small RNA/target interactions evidenced through degradome sequencing. *Nucleic Acids Research* **40**, e103.

**Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL**. 2013. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol* **14**.

**Langmead B, Trapnell C, Pop M, Salzberg SL**. 2009. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol* **10**.

**Li B, Dewey CN**. 2011. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* **12**, 323.

**Meyers BC, Axtell MJ, Bartel B, Bartel DP, Baulcombe D, Bowman JL, Cao X, Carrington JC, Chen X, Green PJ, Griffiths-Jones S, Jacobsen SE, Mallory AC, Martienssen RA, Poethig RS, Qi Y, Vaucheret H, Voinnet O, Watanabe Y, Weigel D, Zhu JK**. 2008. Criteria for annotation of plant MicroRNAs. *Plant Cell* **20**, 3186-3190.

**Stocks MB, Moxon S, Mapleson D, Woolfenden HC, Mohorianu I, Folkes L, Schwach F, Dalmay T, Moulton V**. 2012. The UEA sRNA workbench: a suite of tools for analysing and visualizing next generation sequencing microRNA and small RNA datasets. *Bioinformatics* **28**, 2059-2061.

**Supek F, Bosnjak M, Skunca N, Smuc T**. 2011. REVIGO Summarizes and Visualizes Long Lists of Gene Ontology Terms. *Plos One* **6**.

**Xie C, Mao XZ, Huang JJ, Ding Y, Wu JM, Dong S, Kong L, Gao G, Li CY, Wei LP**. 2011. KOBAS 2.0: a web server for annotation and identification of enriched pathways and diseases. *Nucleic Acids Research* **39**, W316-W322.

**Xu Q, Chen LL, Ruan XA, Chen DJ, Zhu AD, Chen CL, Bertrand D, Jiao WB, Hao BH, Lyon MP, Chen JJ, Gao S, Xing F, Lan H, Chang JW, Ge XH, Lei Y, Hu Q, Miao Y, Wang L, Xiao SX, Biswas MK, Zeng WF, Guo F, Cao HB, Yang XM, Xu XW, Cheng YJ, Xu J, Liu JH, Luo OJ, Tang ZH, Guo WW, Kuang HH, Zhang HY, Roose ML, Nagarajan N, Deng XX, Ruan YJ**. 2013. The draft genome of sweet orange (Citrus sinensis). *Nature Genetics* **45**, 59-U92.

**Zhang Z, Jiang L, Wang J, Gu P, Chen M**. 2015. MTide: an integrated tool for the identification of miRNA-target interaction in plants. *Bioinformatics* **31**, 290-291.

# Supplementary material for: Genome-wide comprehensive analysis of transcriptomes and small RNAs offers insights into the molecular mechanism of alkaline stress tolerance in a citrus rootstock
**Source:** Hortic Res. 2019 Mar 1;6:33. doi: 10.1038/s41438-018-0116-0

# csi-MIRN01

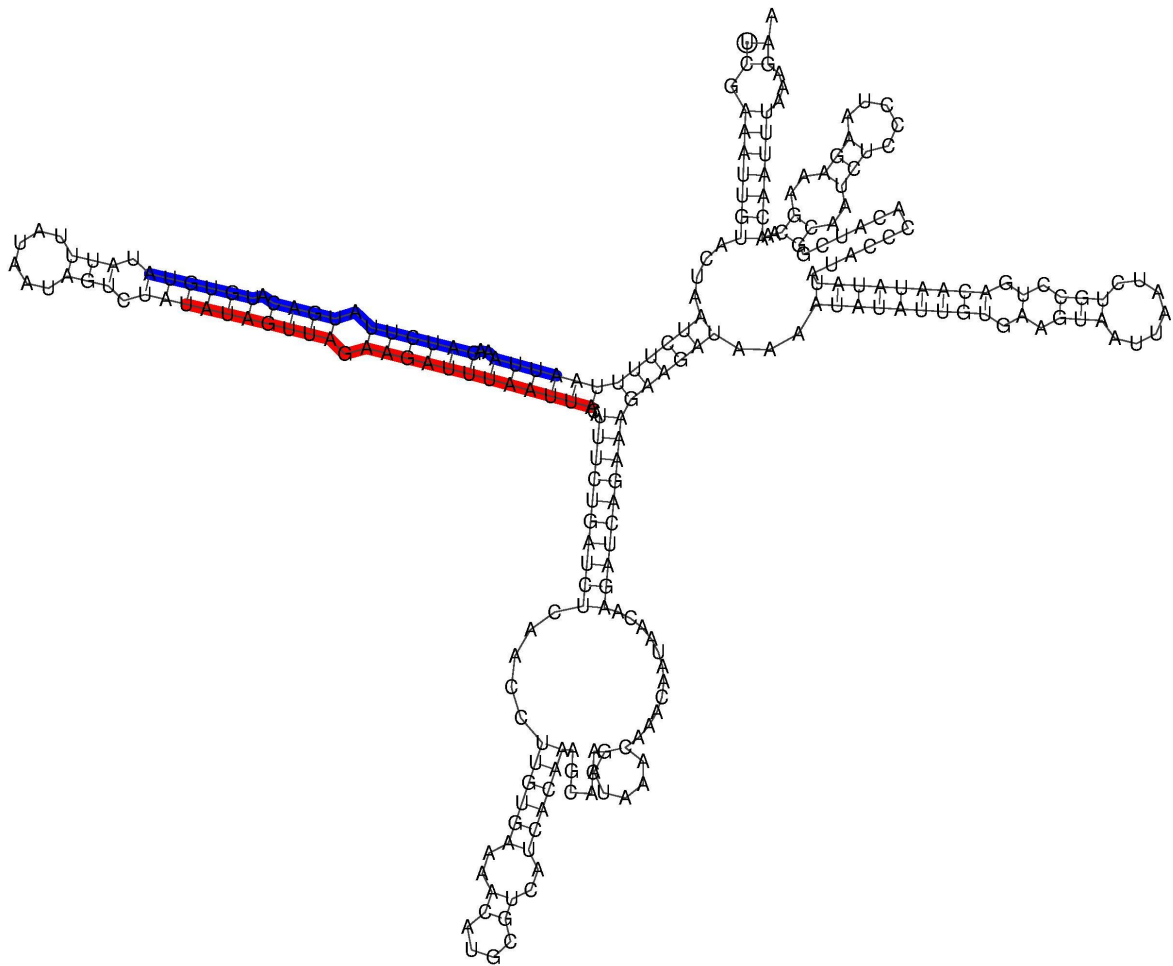

# csi-MIRN02

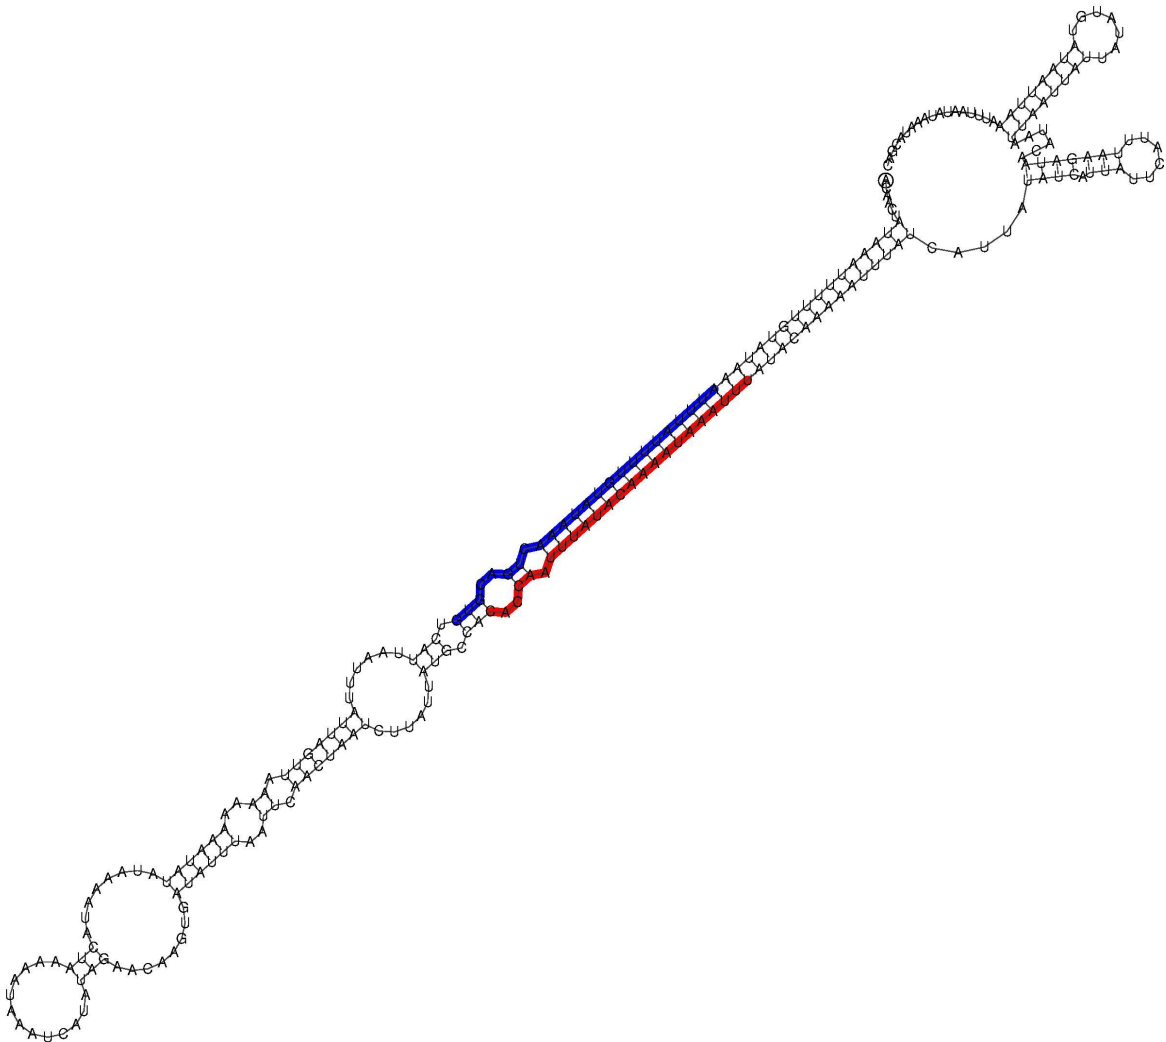

# csi-MIRN03

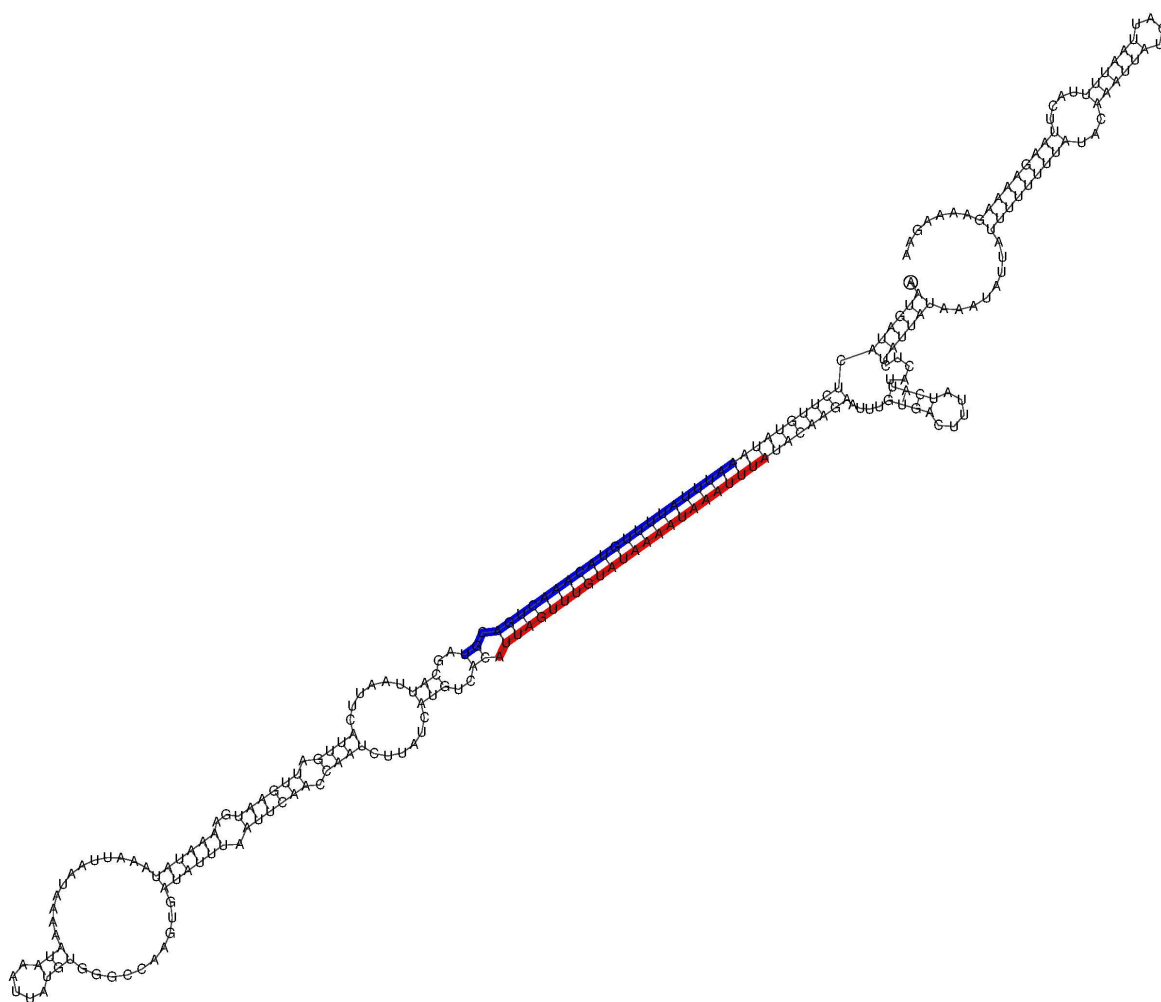

## csi-MIRN04

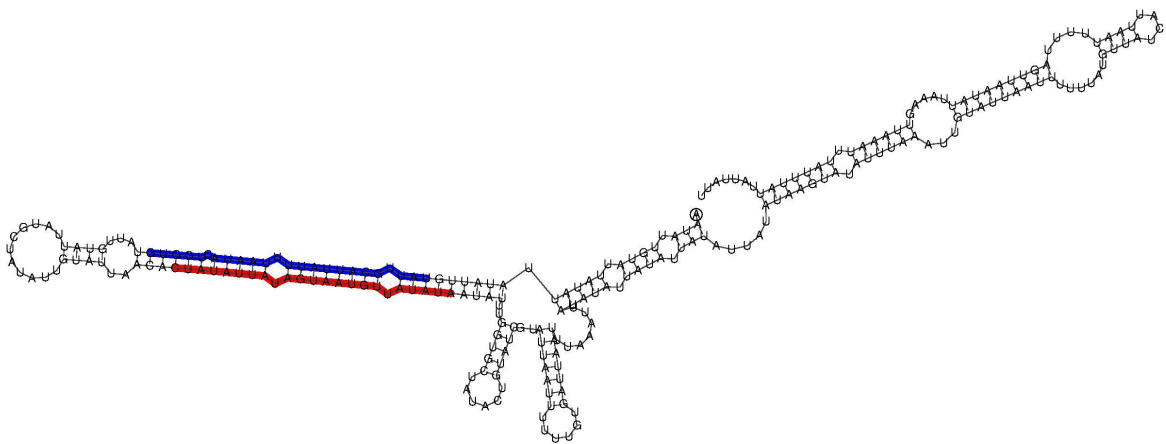

## csi-MIRN05

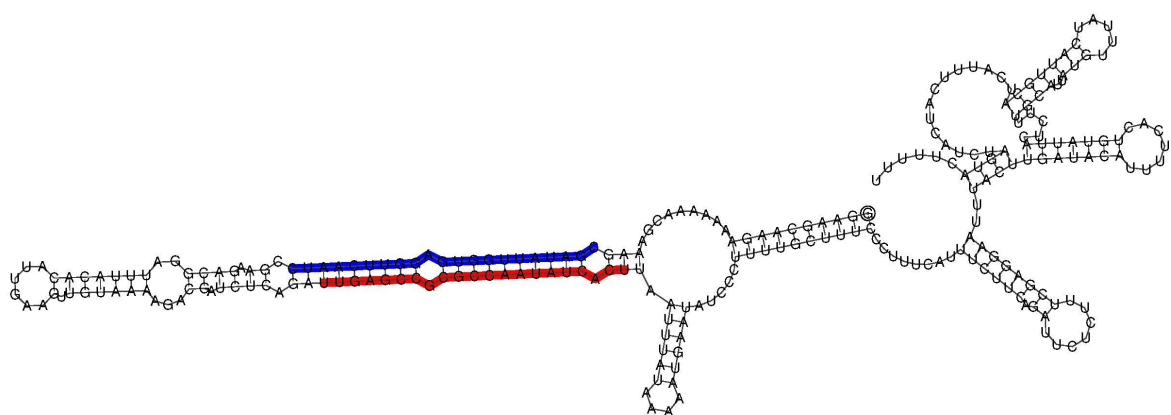

# csi-MIRN06

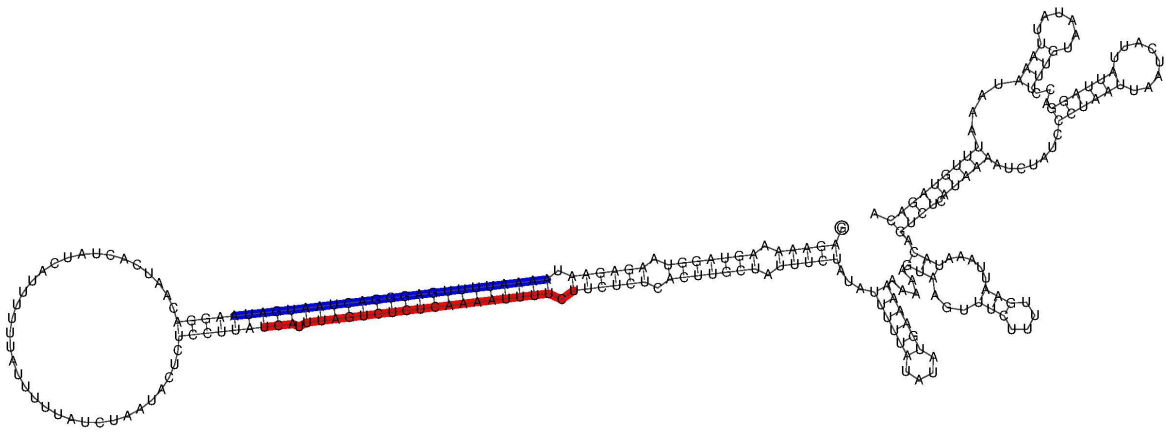

# csi-MIRN07

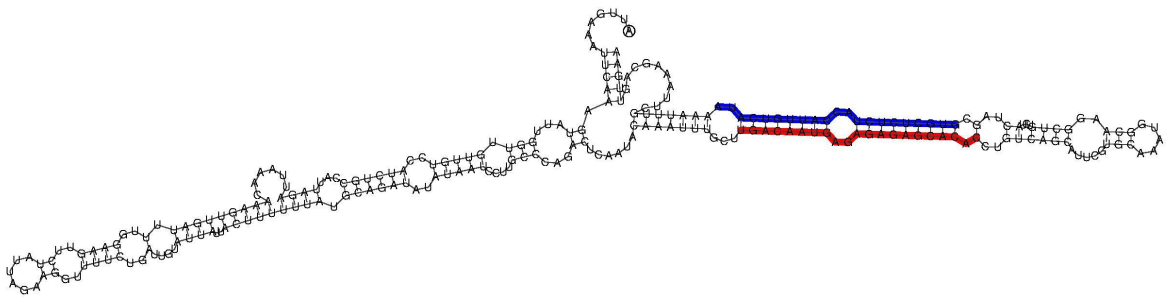

## csi-MIRN08

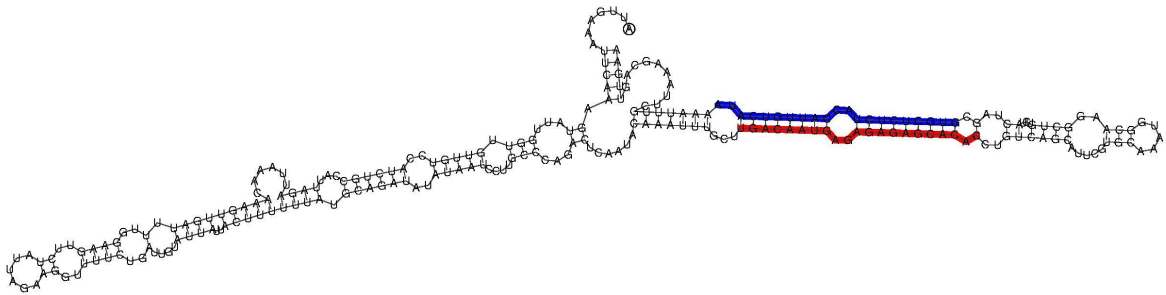

# csi-MIRN10

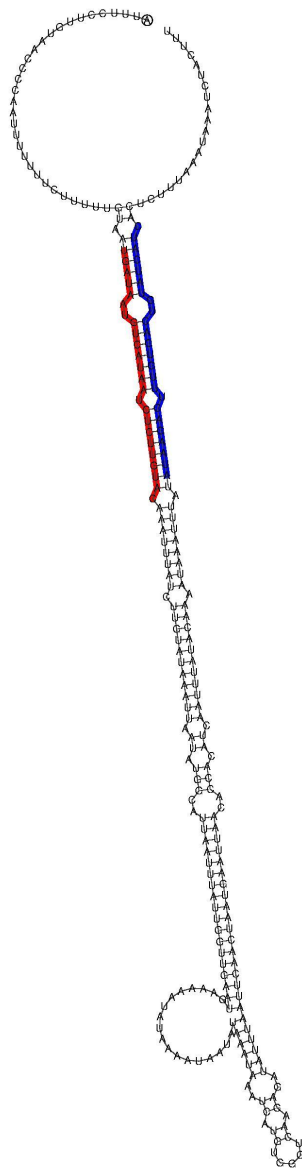

## csi-MIRN11

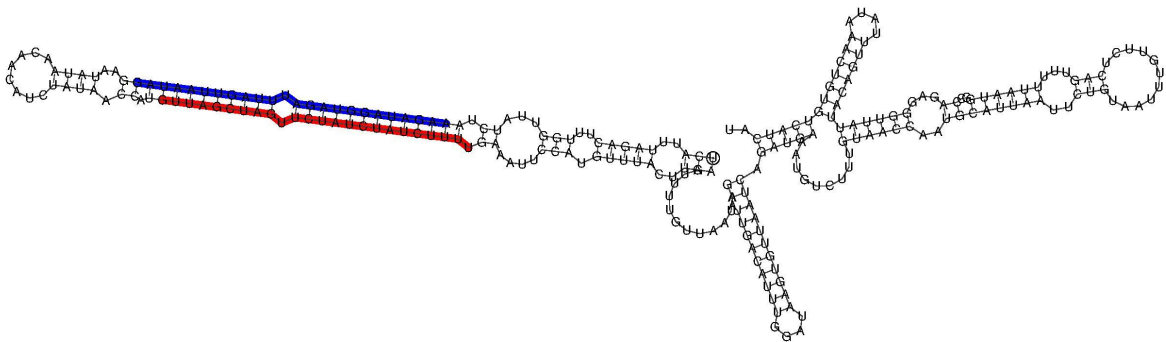

## csi-MIRN12

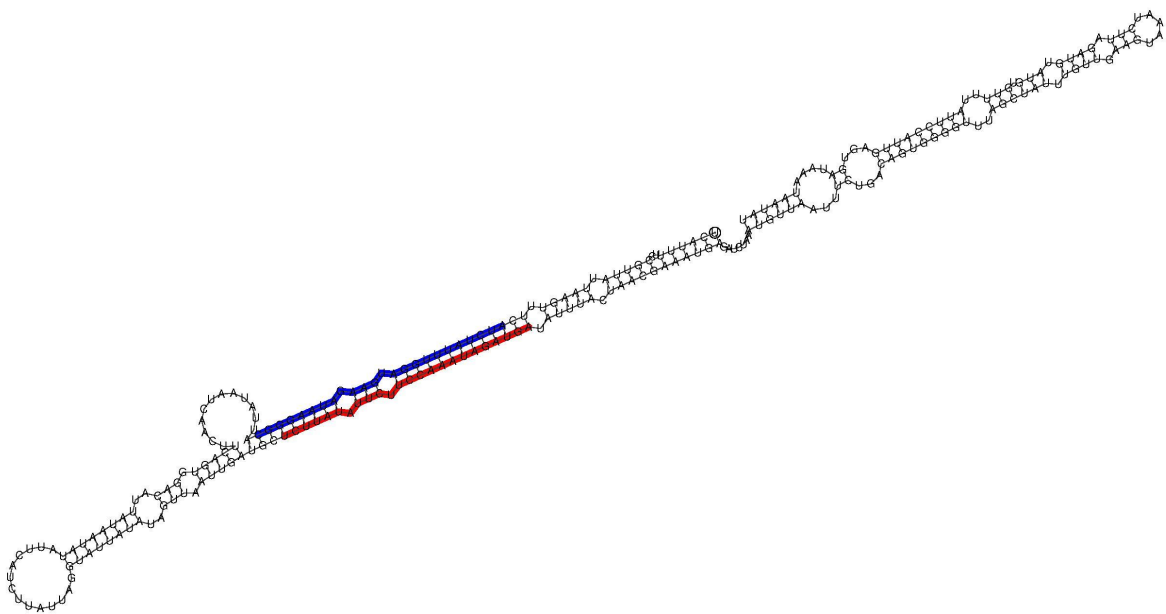

# csi-MIRN13

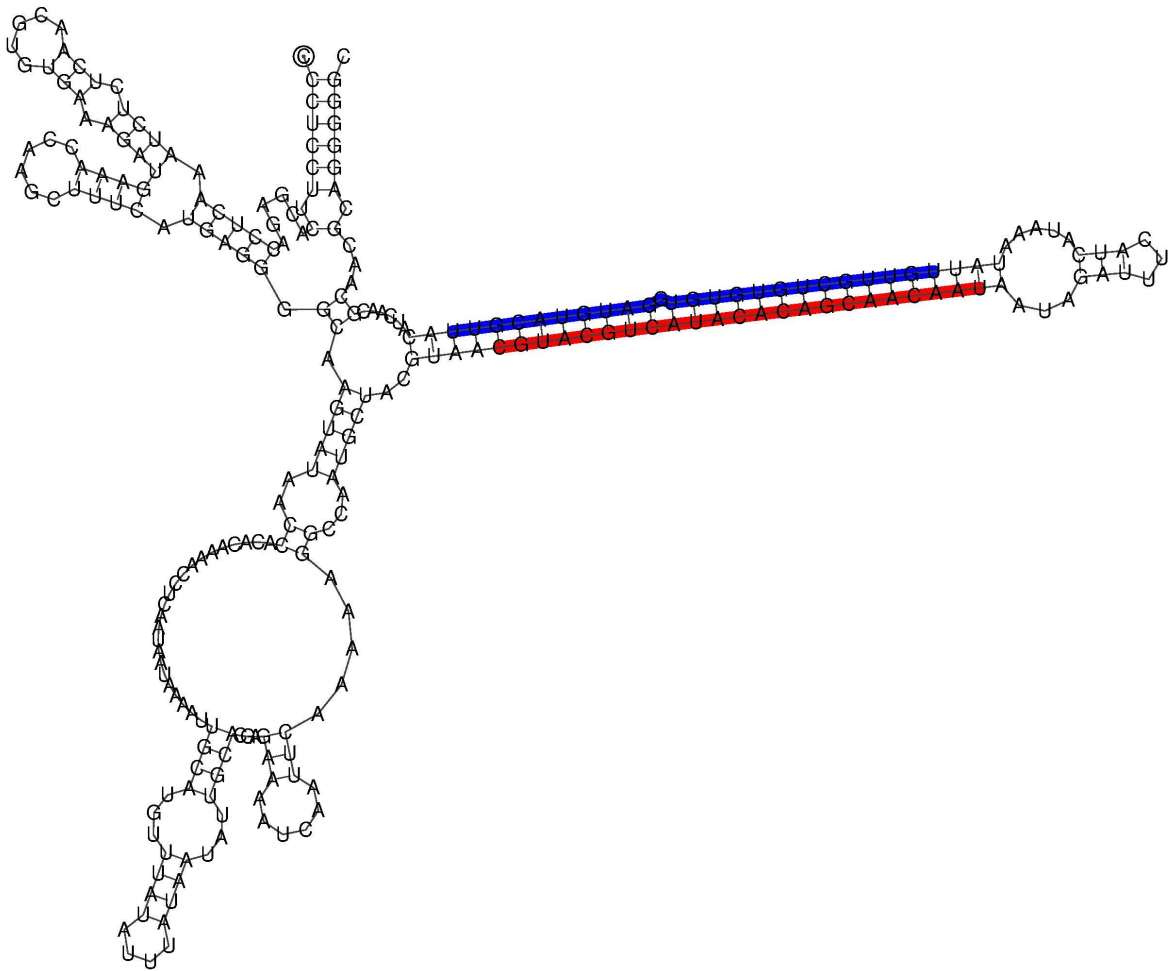

# csi-MIRN14

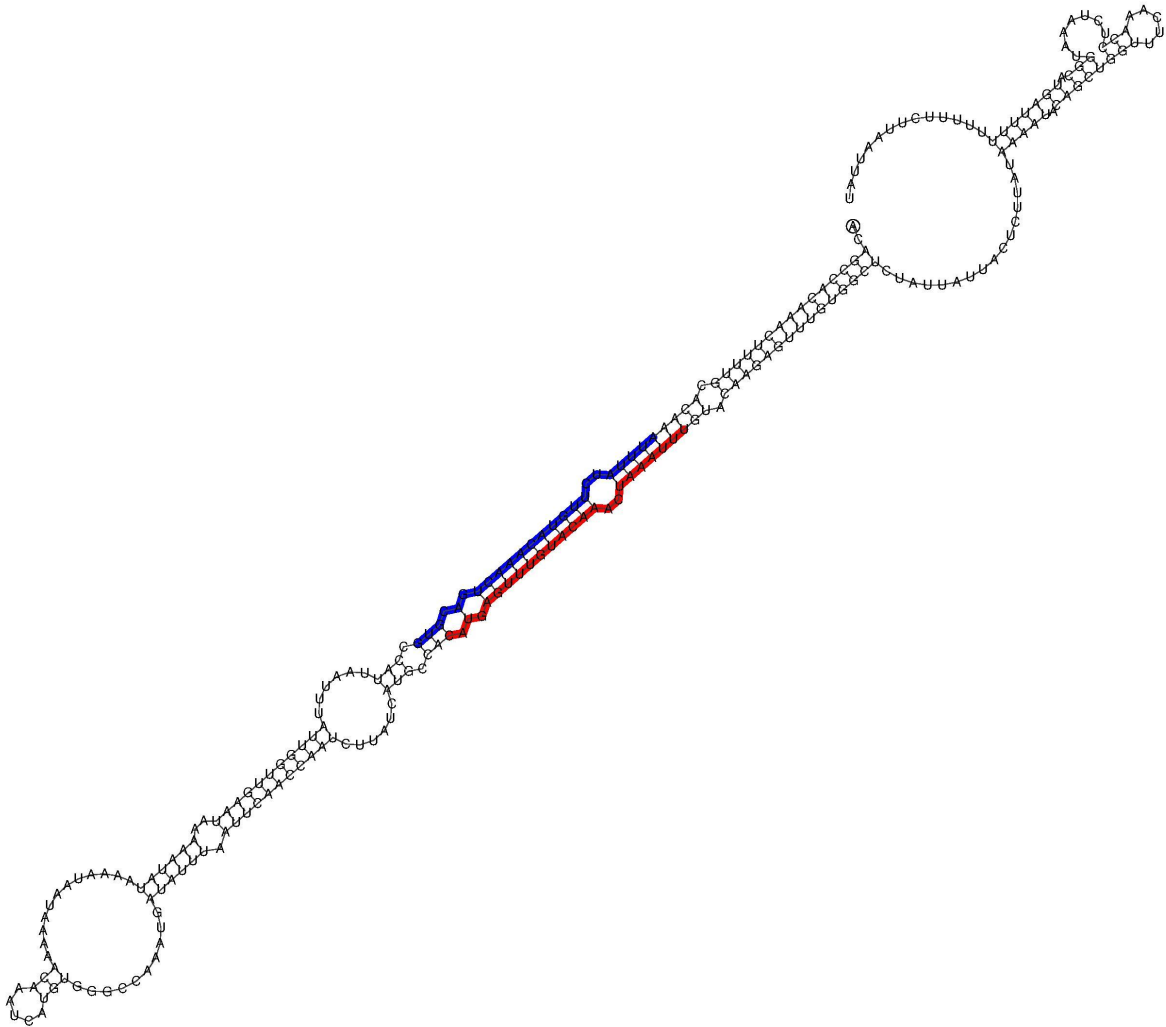

# csi-MIRN15

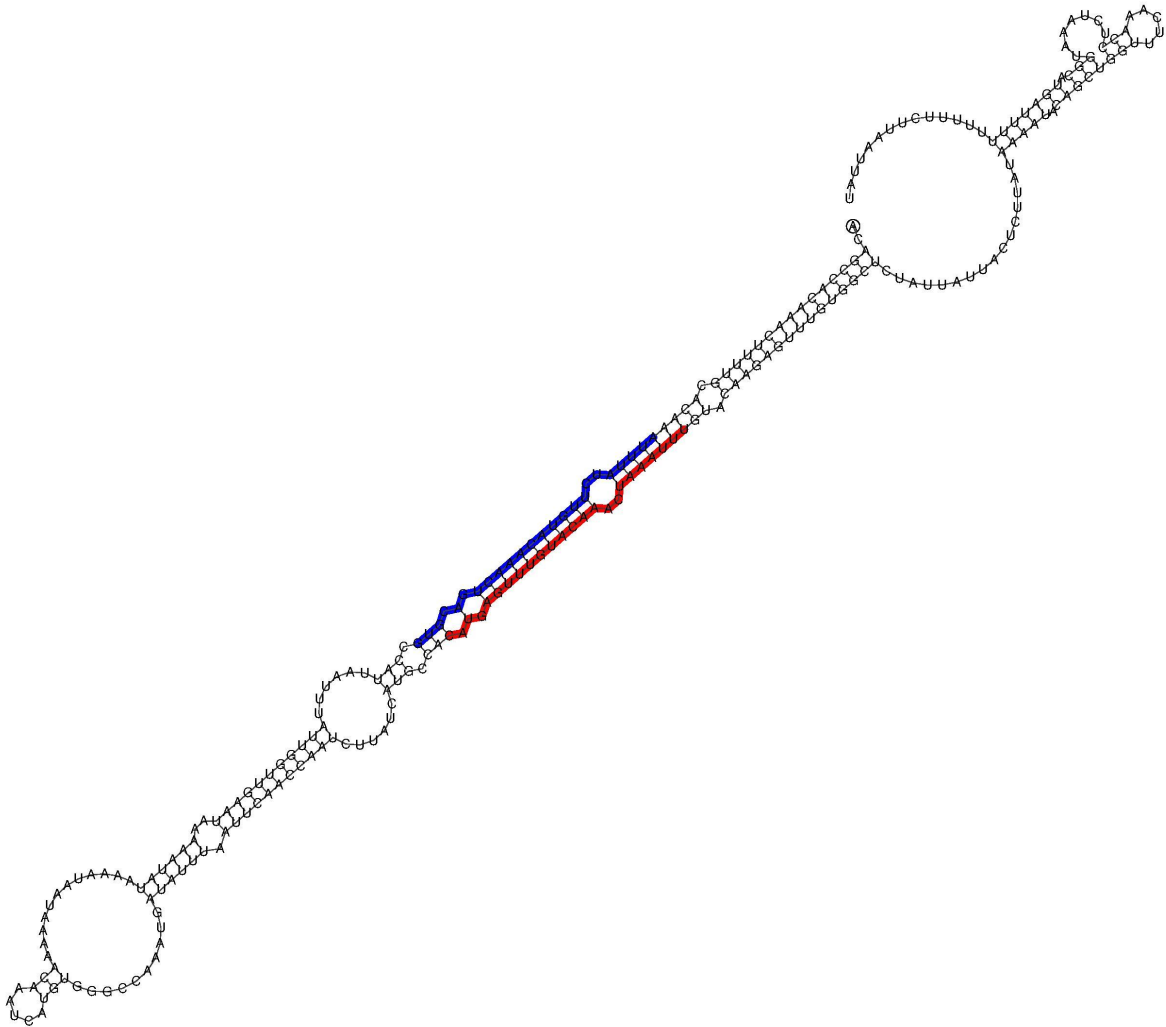

# csi-MIRN16

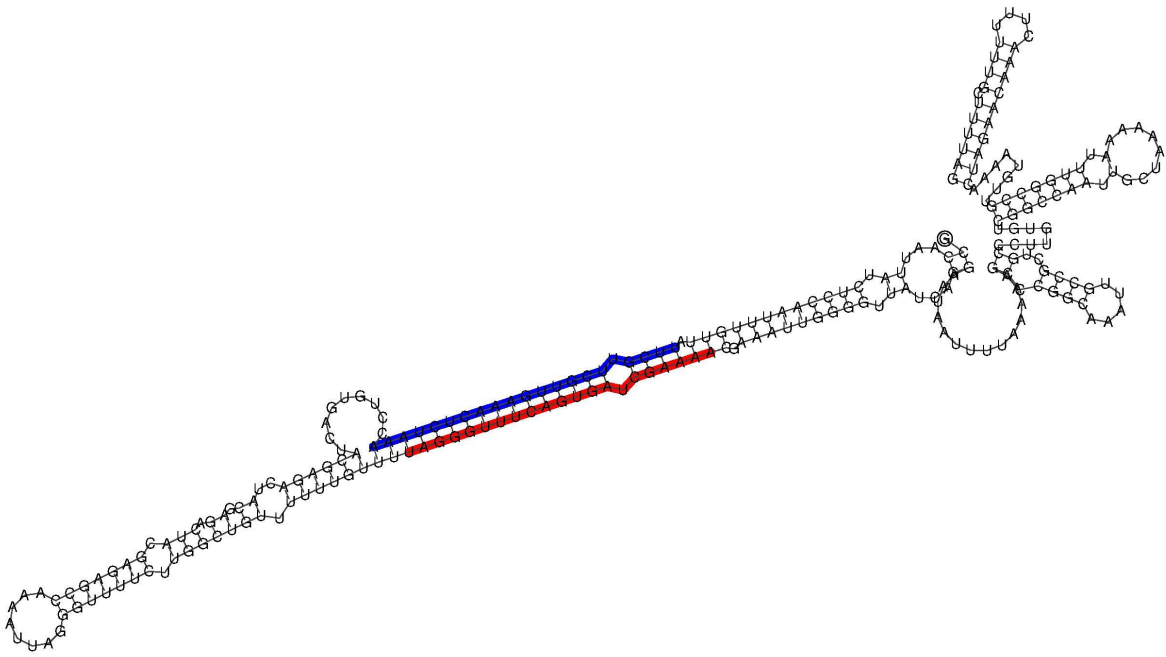

# csi-MIRN18

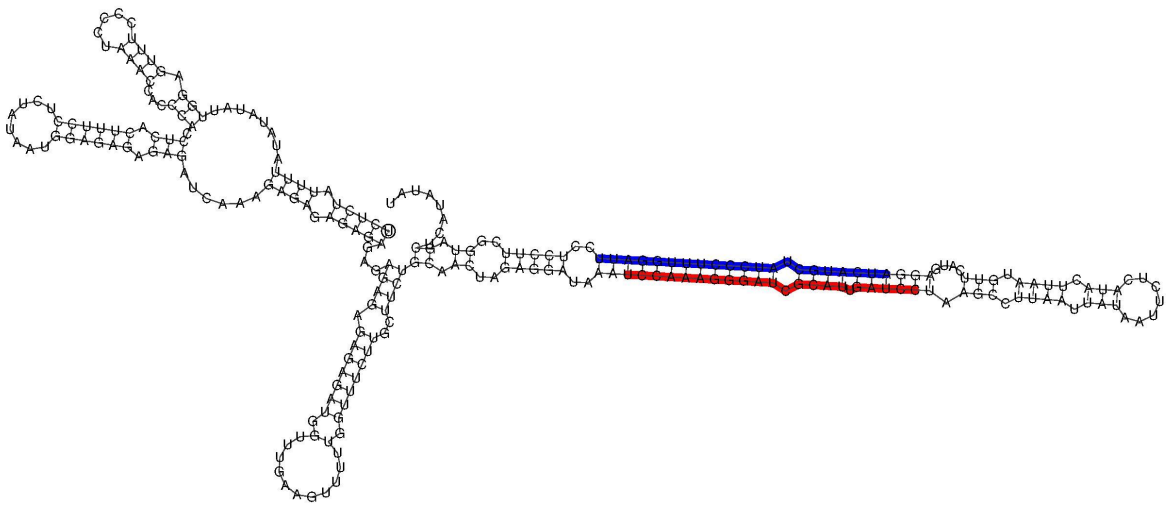

# csi-MIRN19

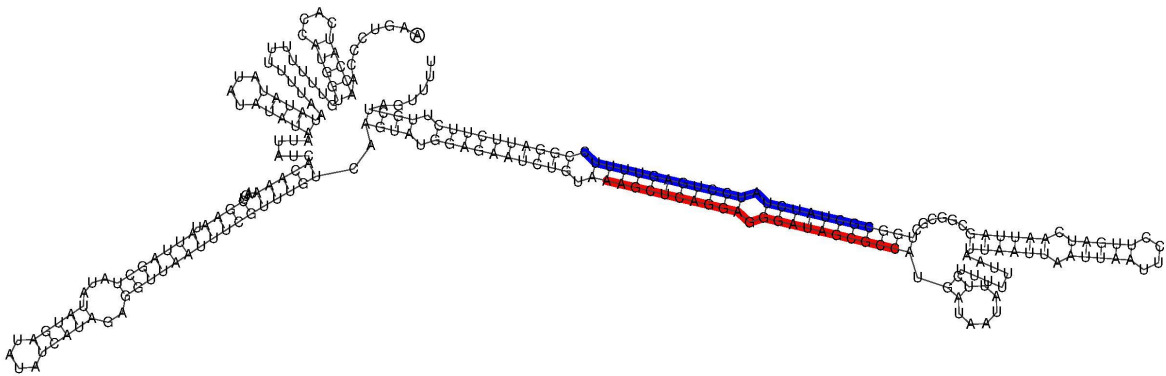

# csi-MIRN20

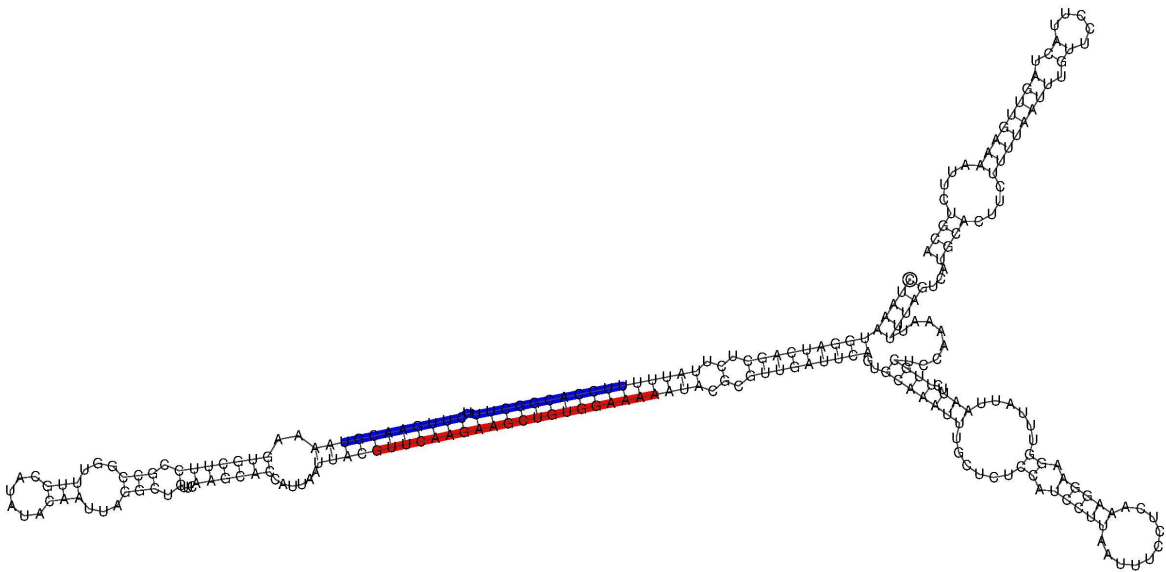

## csi-MIRN21

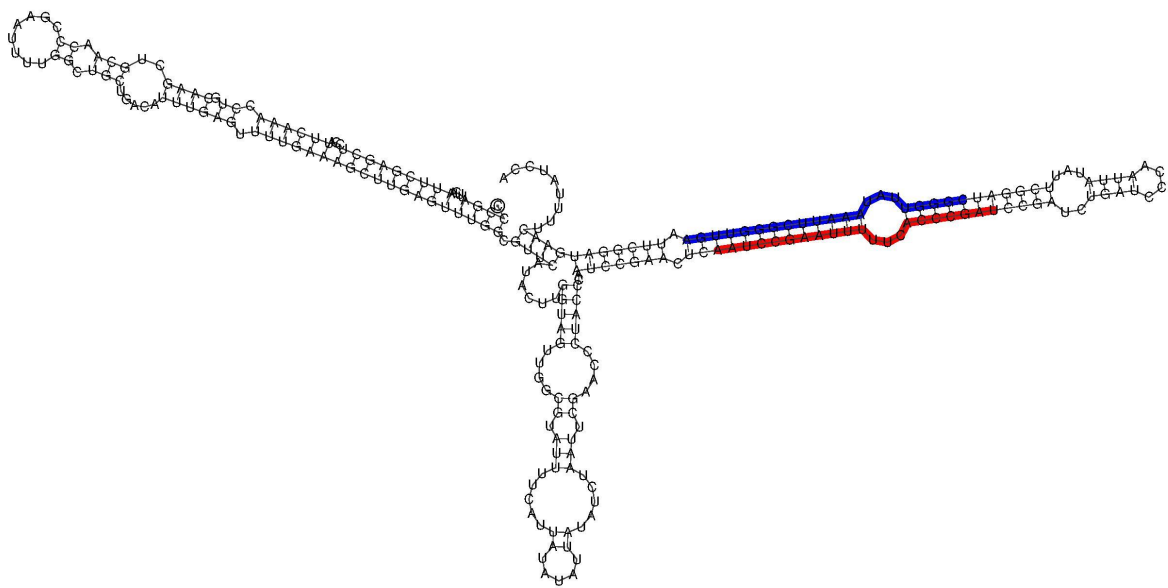

## csi-MIRN22

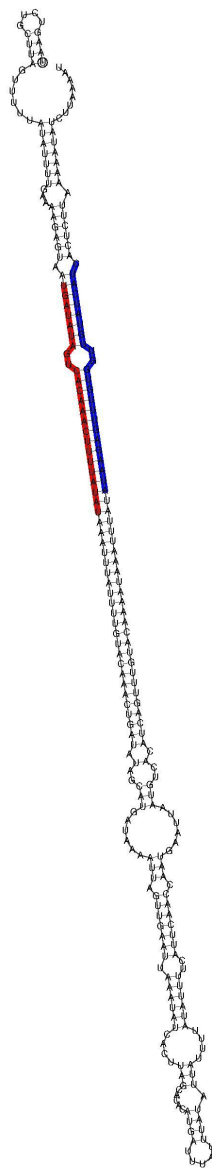

csi-MIRN23

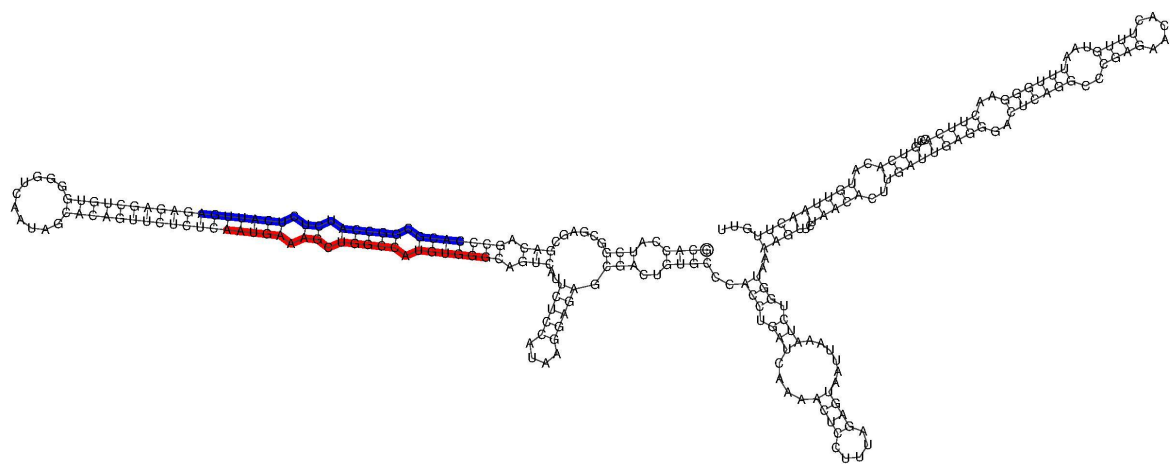

## csi-MIRN24

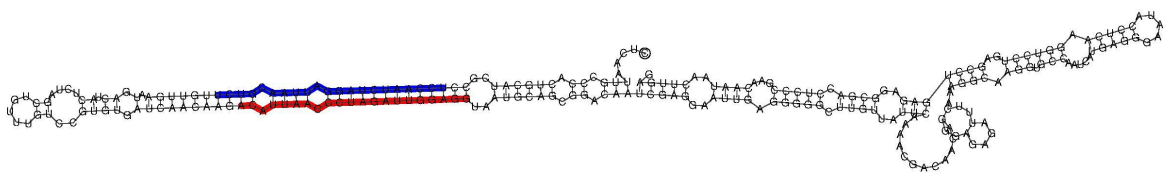

## csi-MIRN25

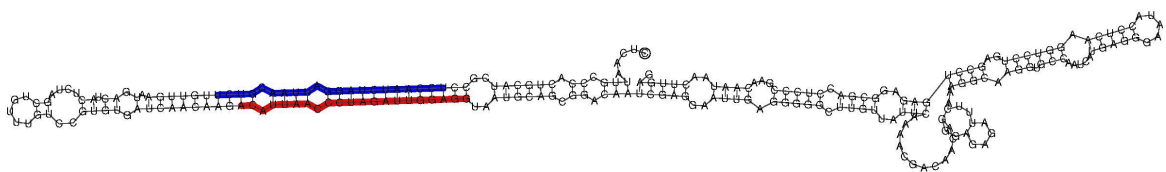

# csi-MIRN26

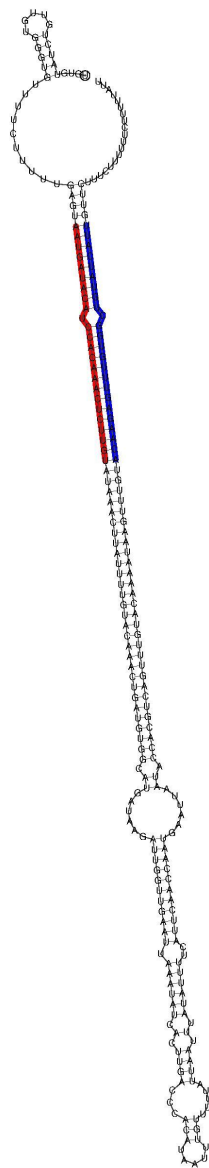

csi-MIRN27

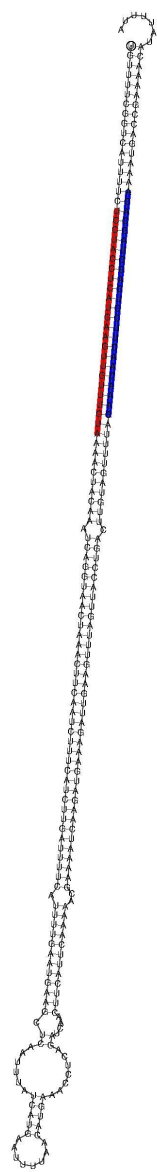

## csi-MIRN28

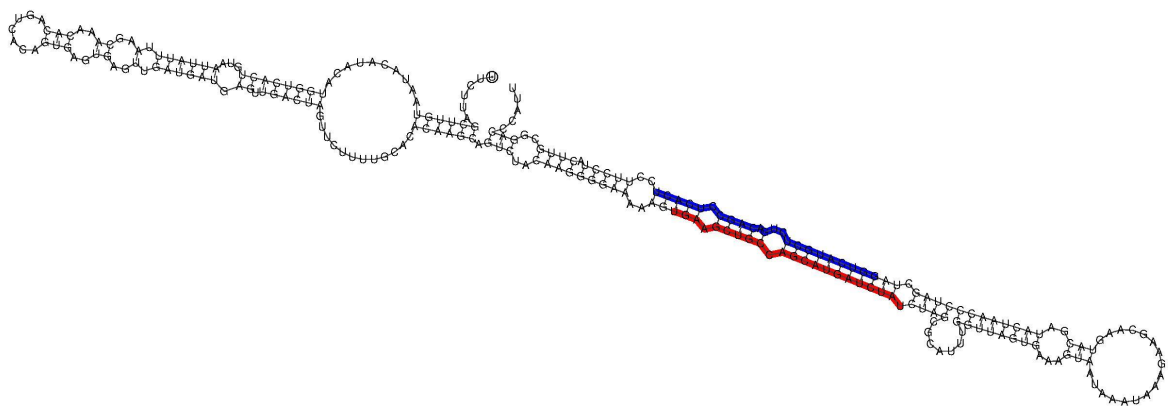

# csi-MIRN29

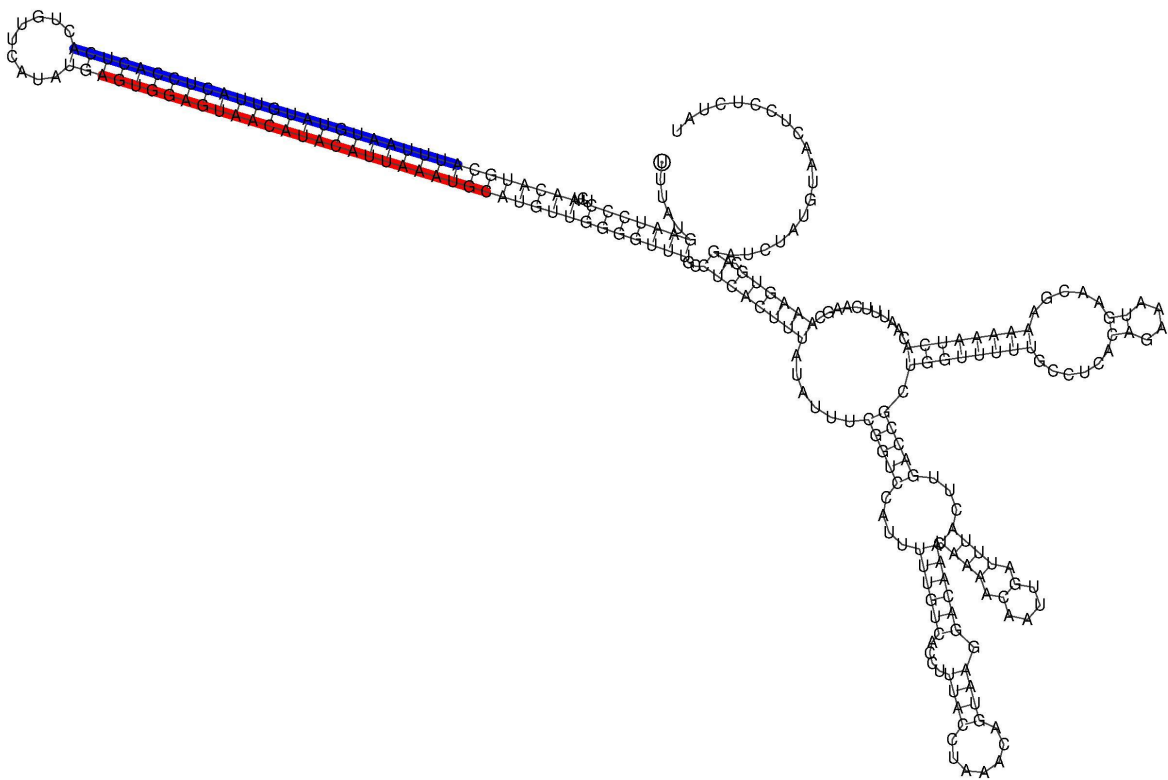

# csi-MIRN30

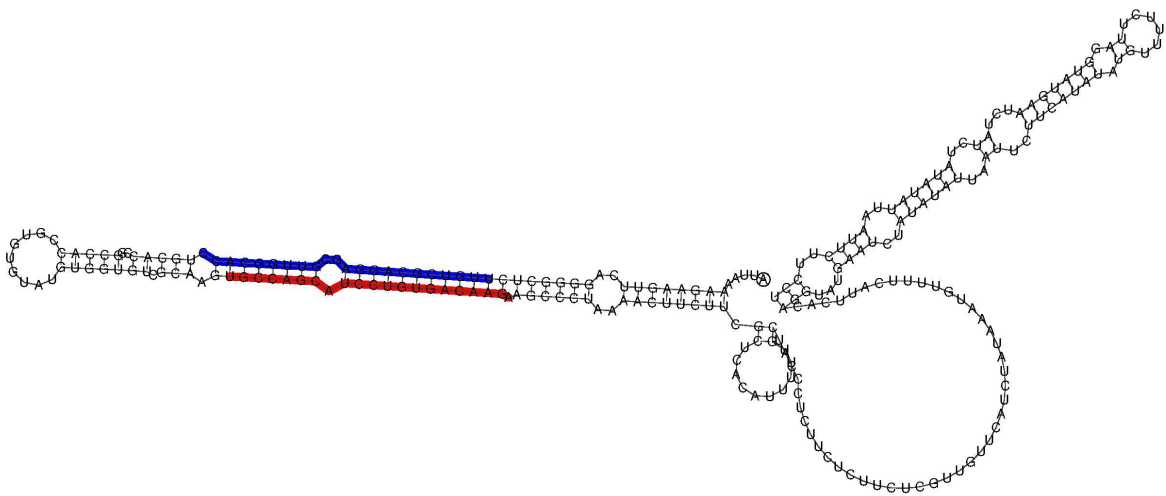

## csi-MIRN31

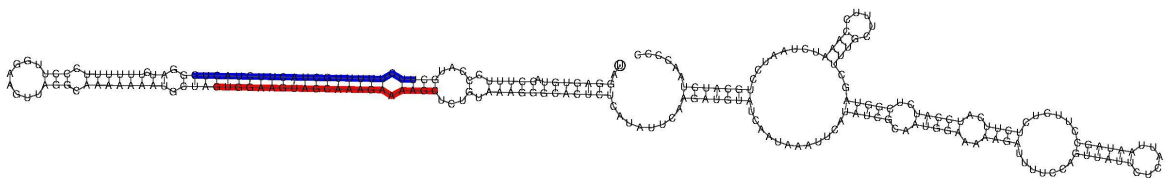

## csi-MIRN32

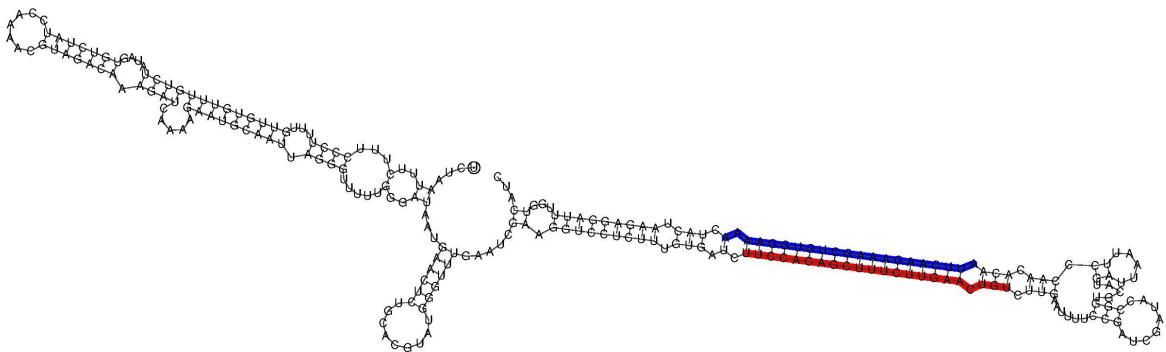

# csi-MIRN33

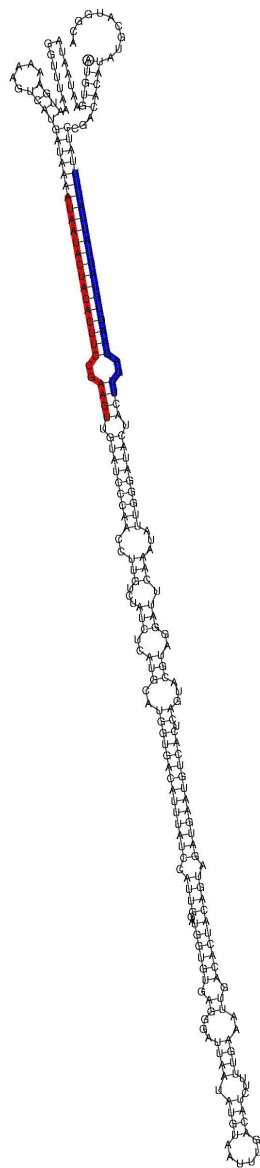

# csi-MIRN34

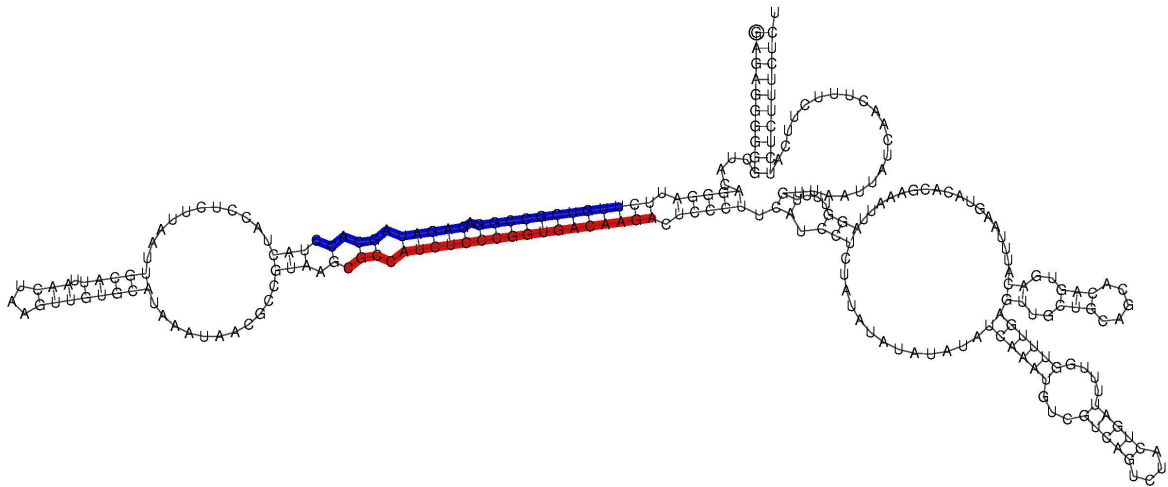

## csi-MIRN35

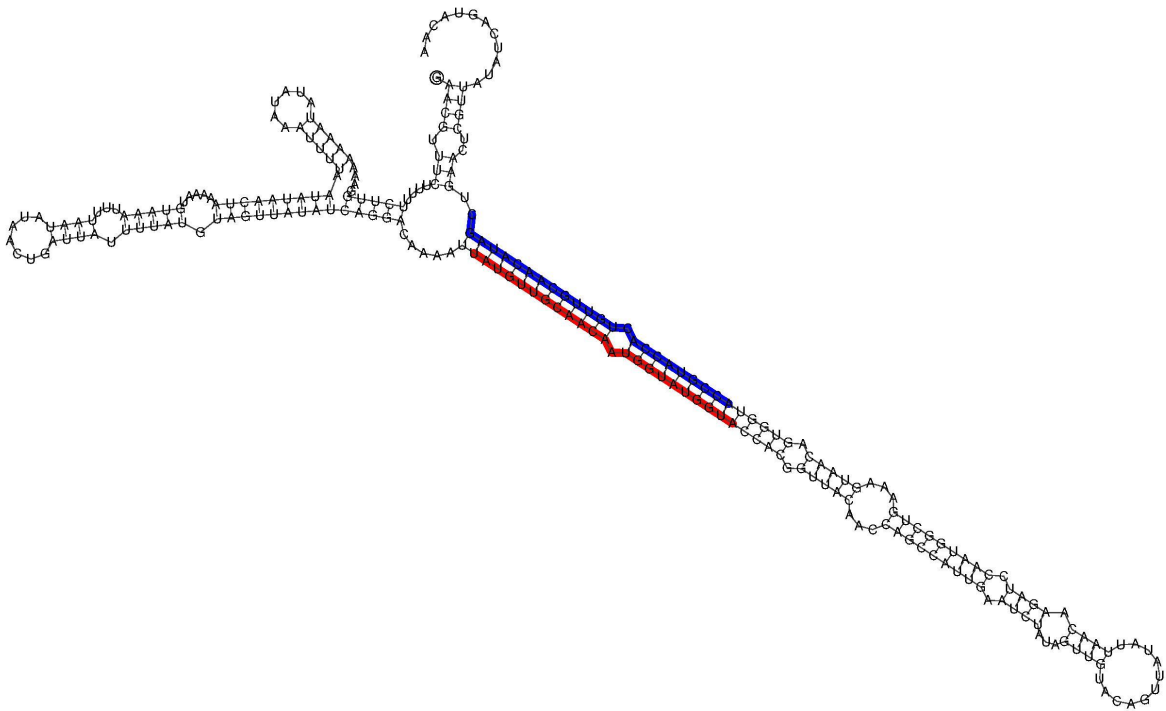

## csi-MIRN36

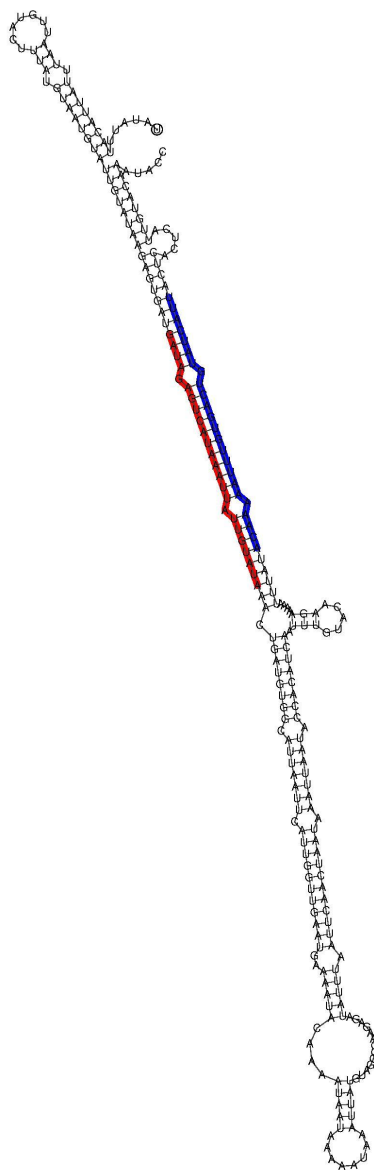

# csi-MIRN37

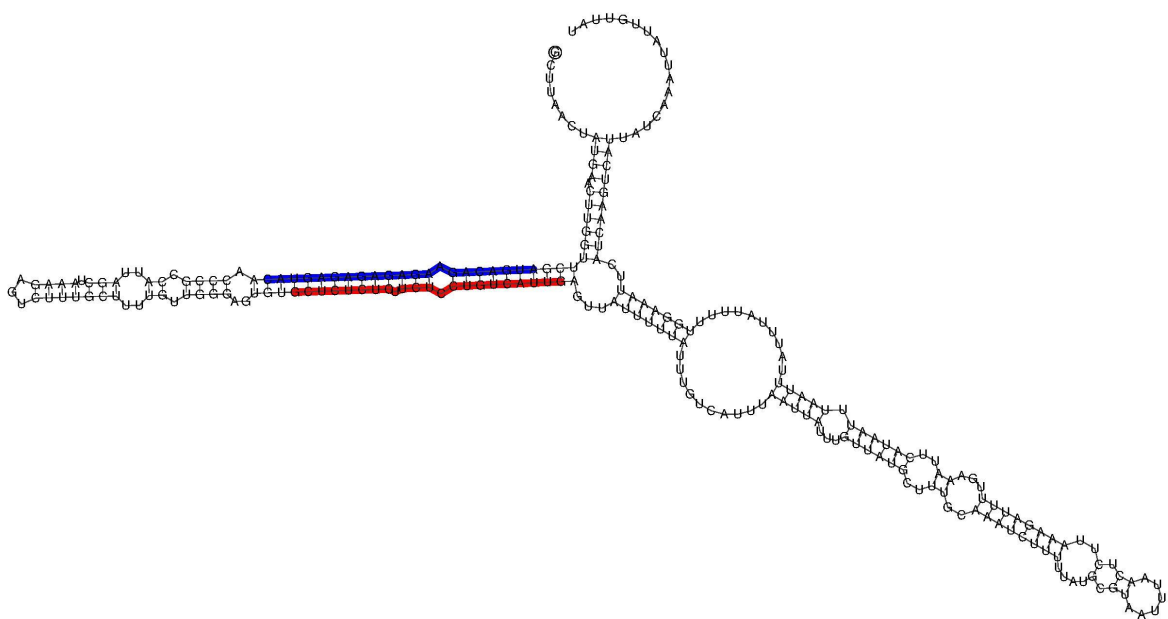

# csi-MIRN38

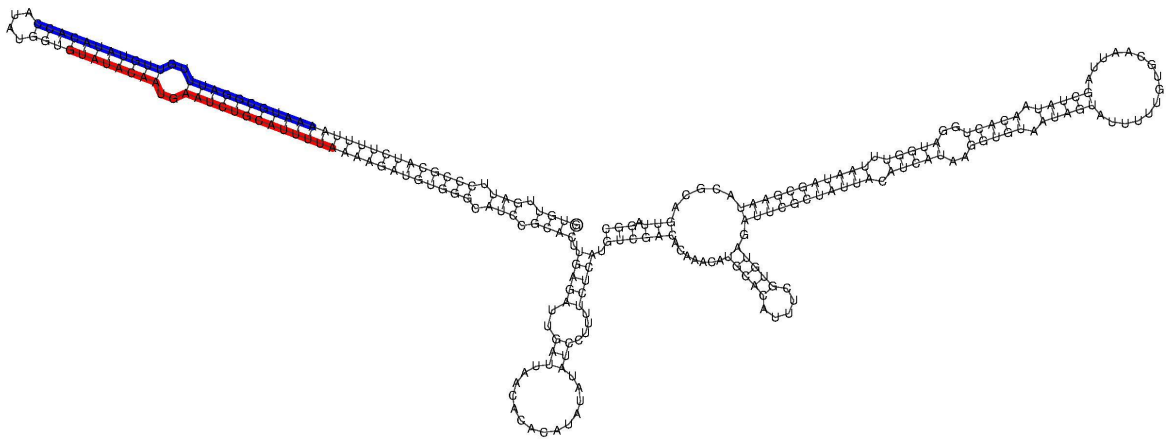

# csi-MIRN39

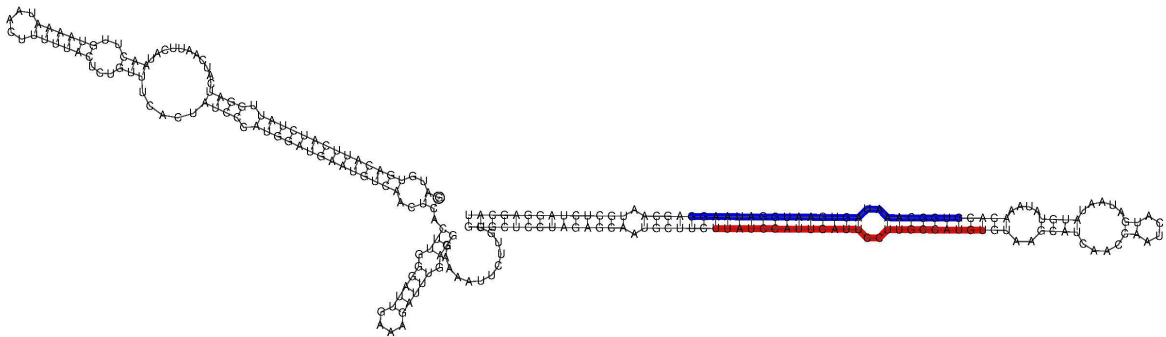

# csi-MIRN40

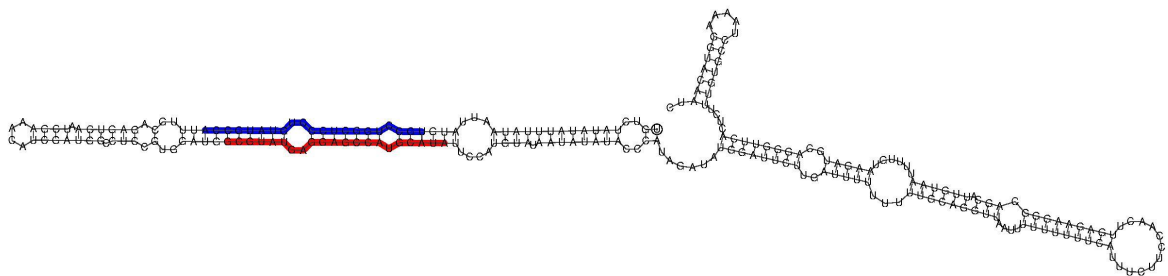

## csi-MIRN41

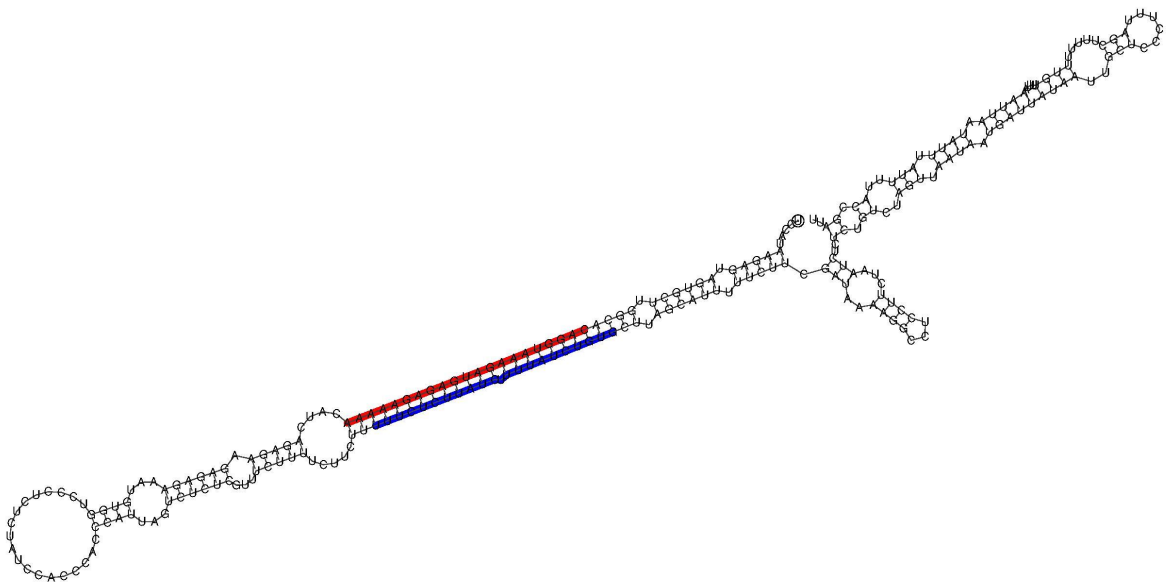

# csi-MIRN42

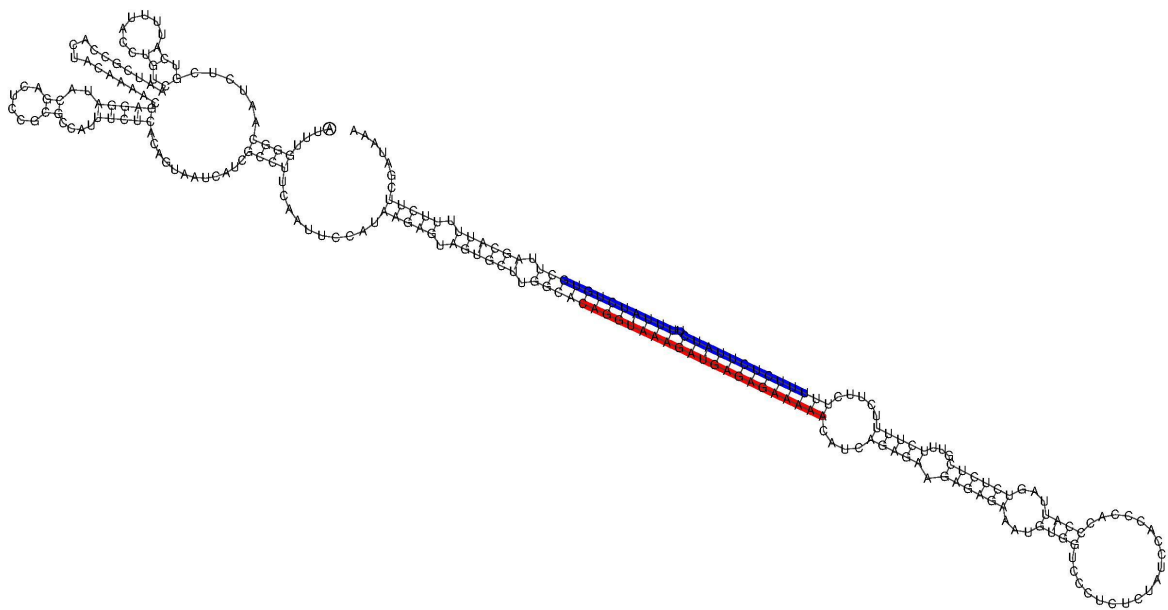

# csi-MIRN43

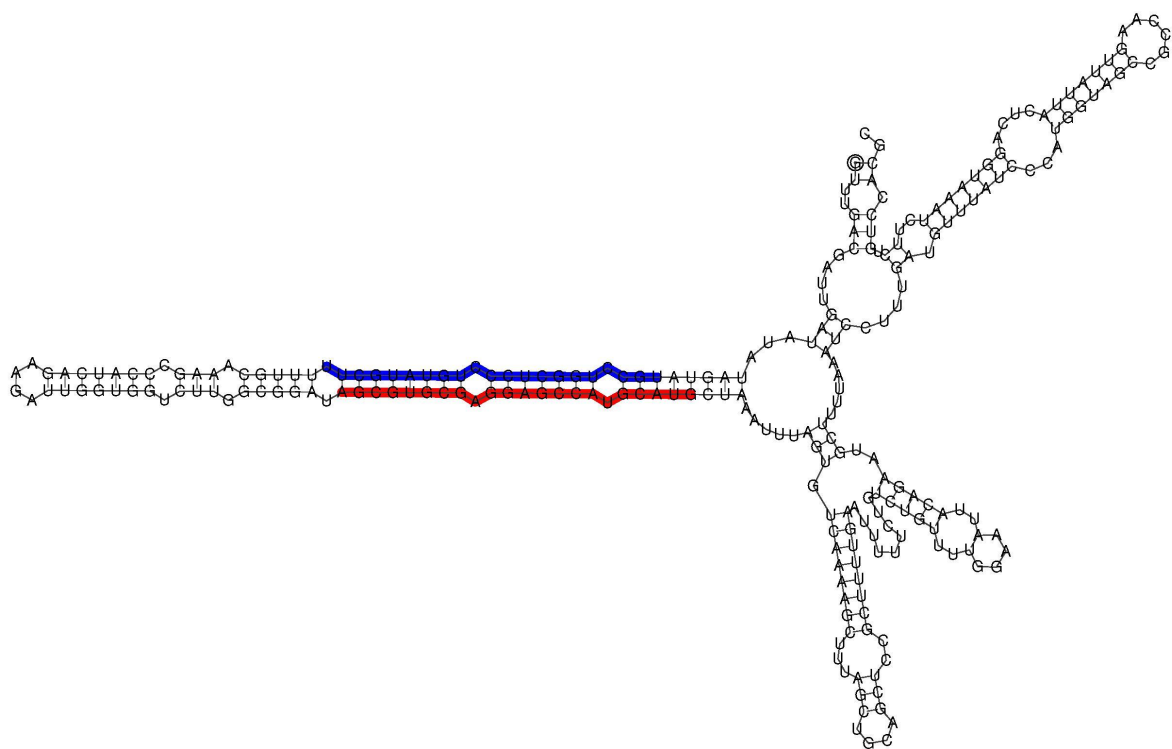

## csi-MIRN44

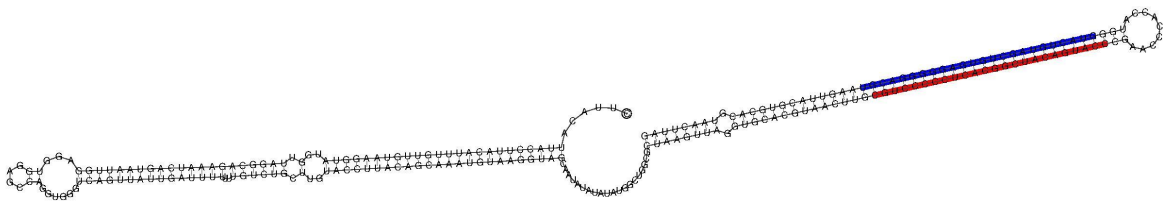

## csi-MIRN45

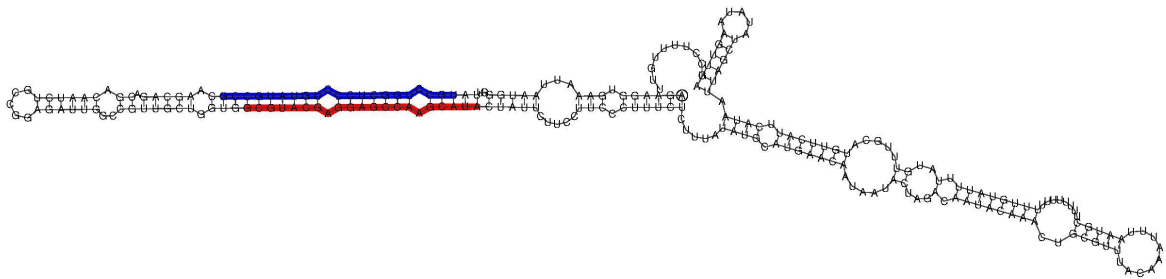

# csi-MIRN46

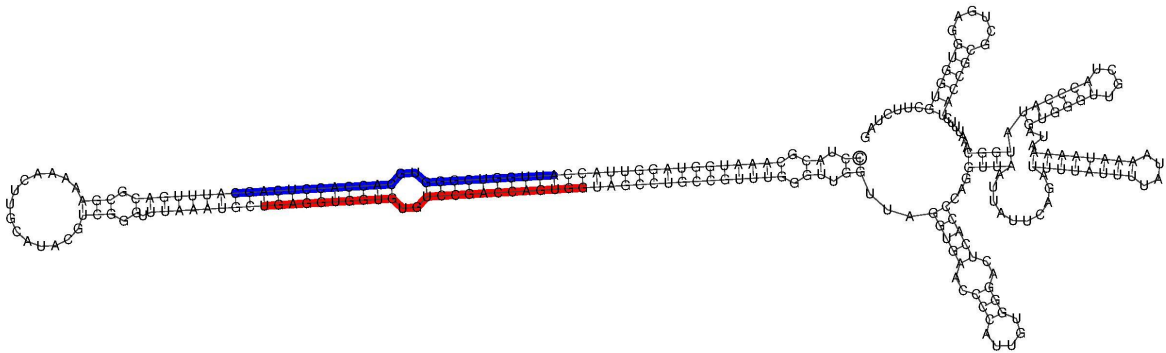

# csi-MIRN47

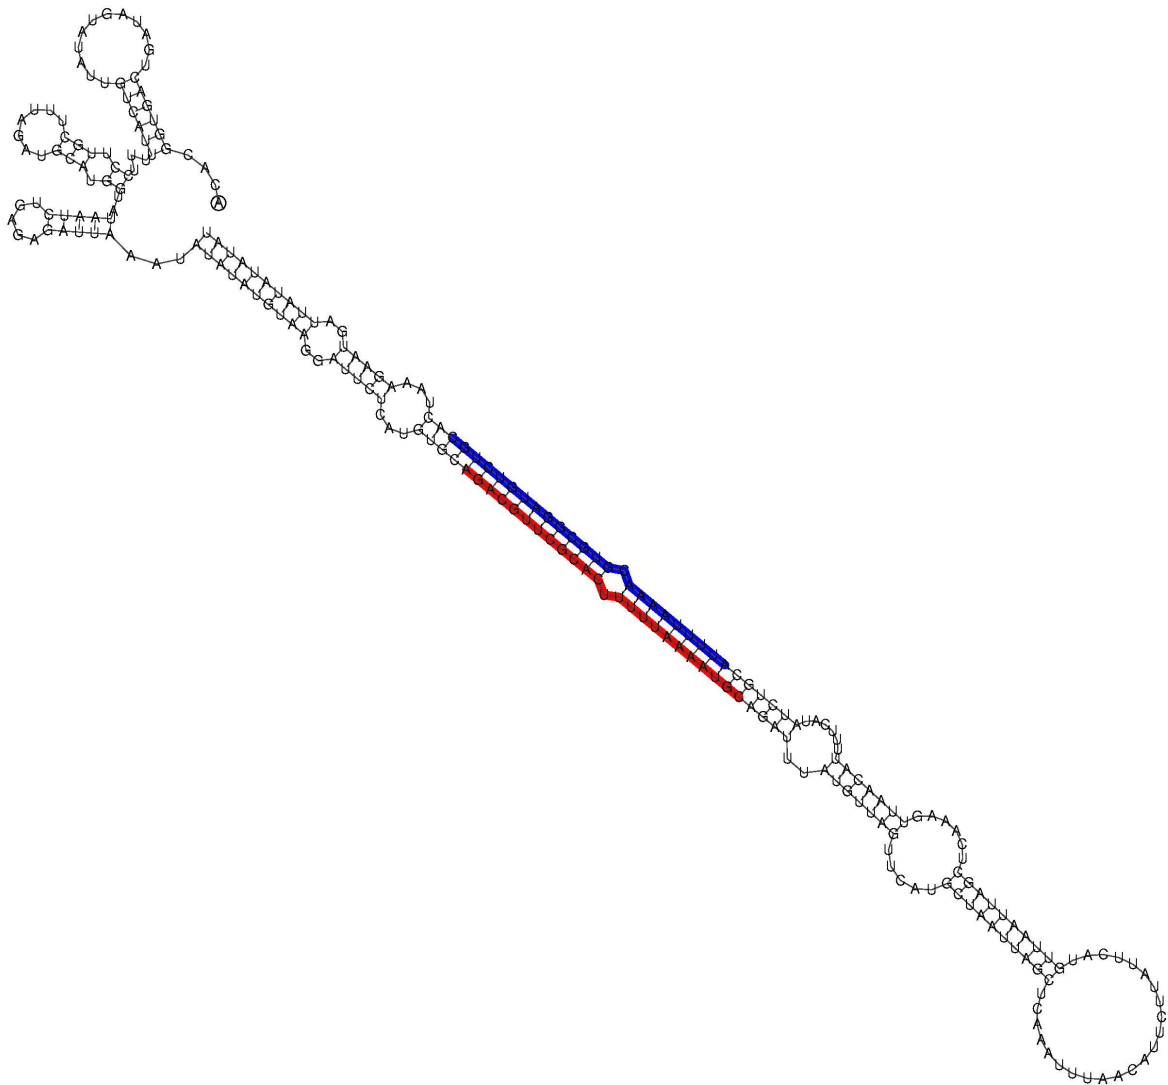

# csi-MIRN48

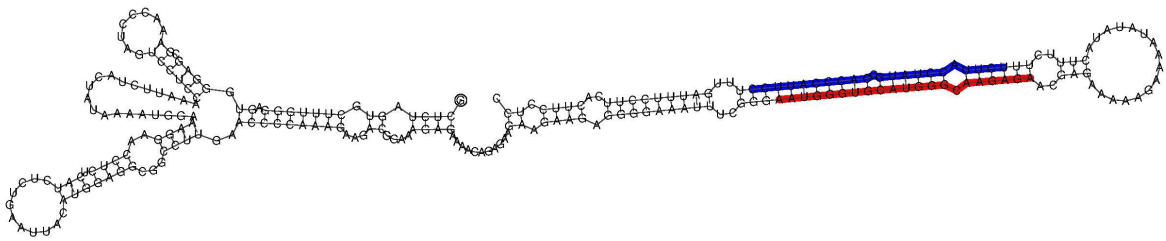

# csi-MIRN49

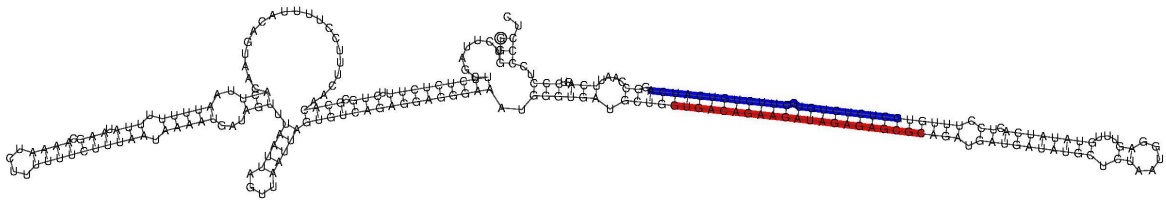

csi-MIRN50

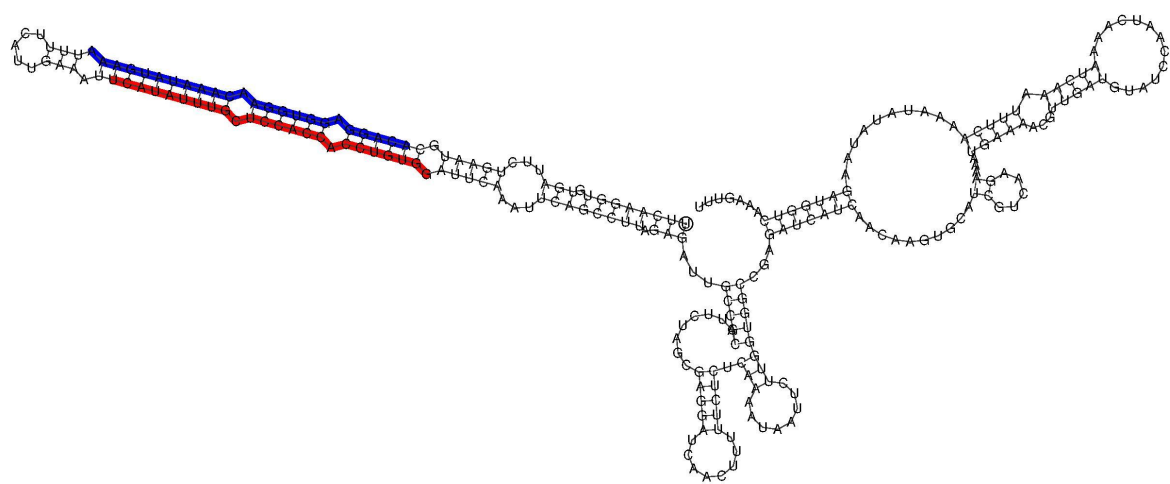

# csi-MIRN51

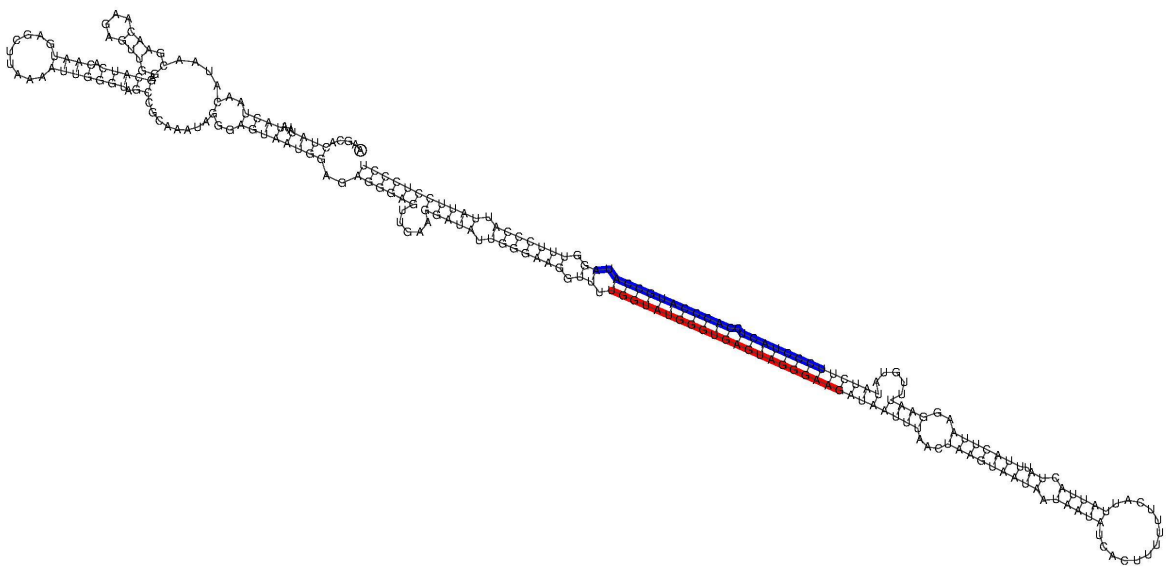

# csi-MIRN52

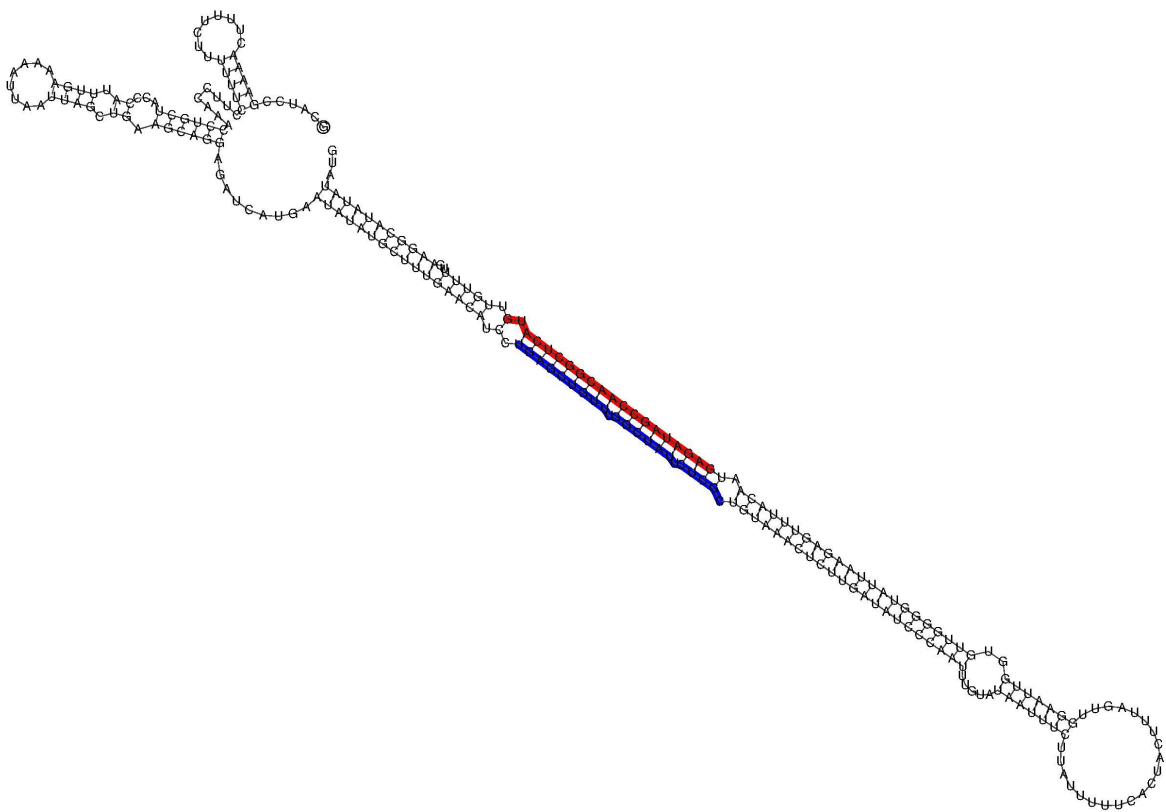

# csi-MIRN52

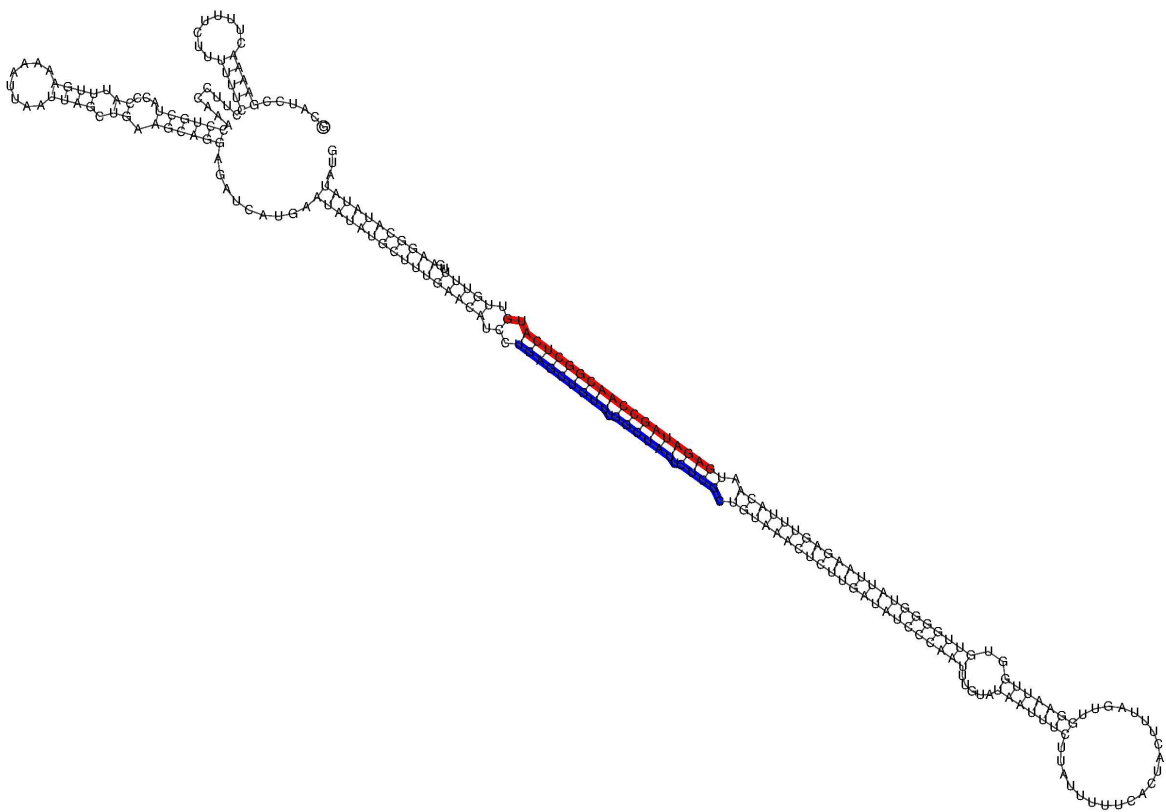

# csi-MIRN52

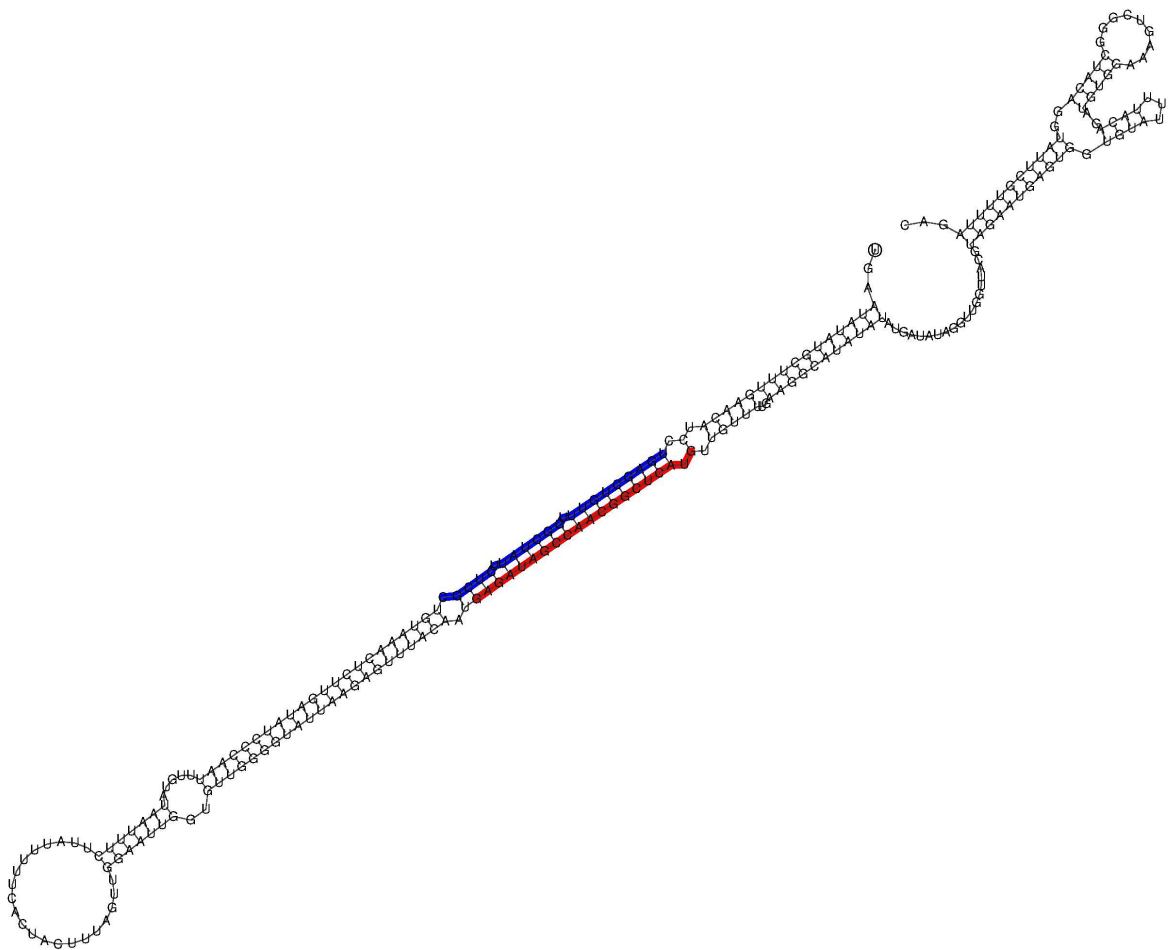

# csi-MIRN52

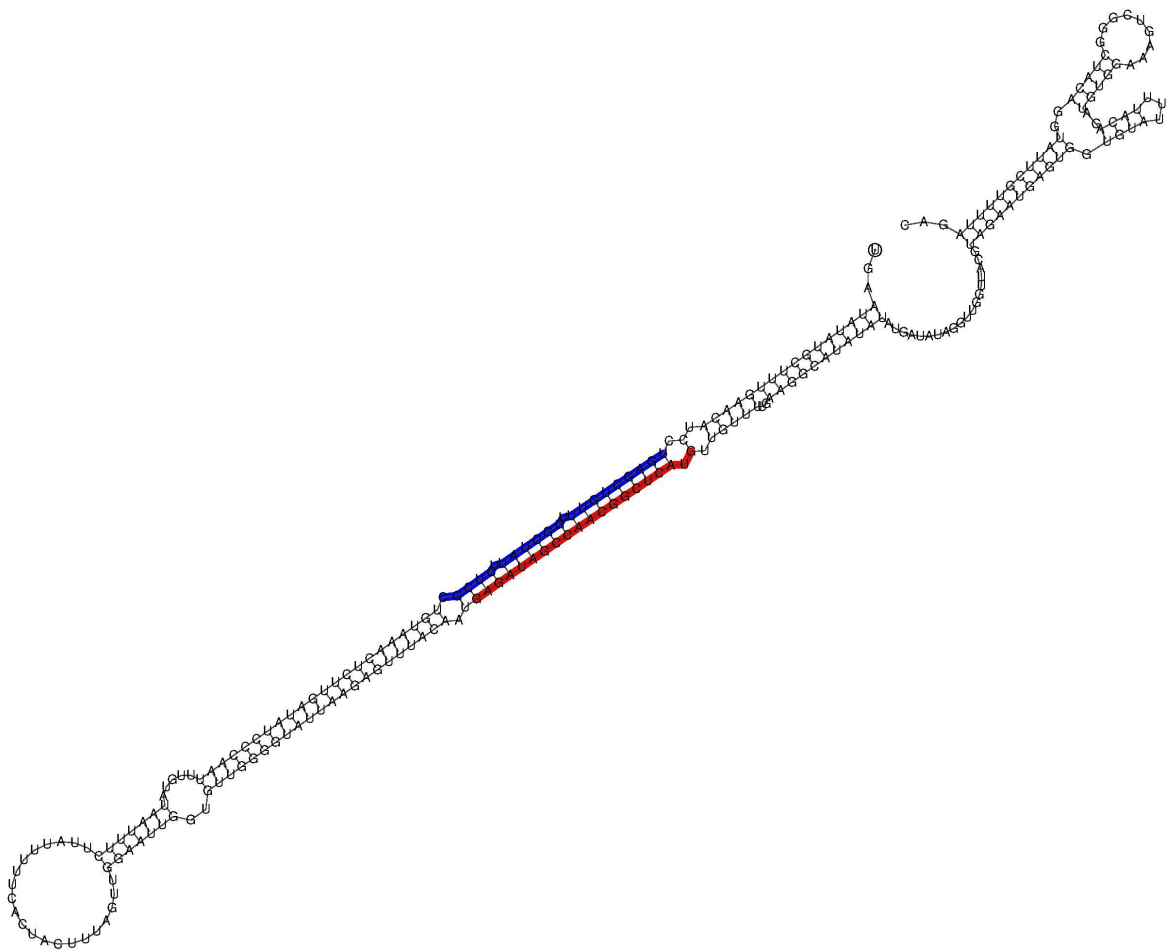

**Supplement:** Supplementary file 7 — Figure S5

# Supplementary material for: Genome-wide comprehensive analysis of transcriptomes and small RNAs offers insights into the molecular mechanism of alkaline stress tolerance in a citrus rootstock
**Source:** Hortic Res. 2019 Mar 1;6:33. doi: 10.1038/s41438-018-0116-0
**Supplement:** Supplementary file 8 — Figure S6

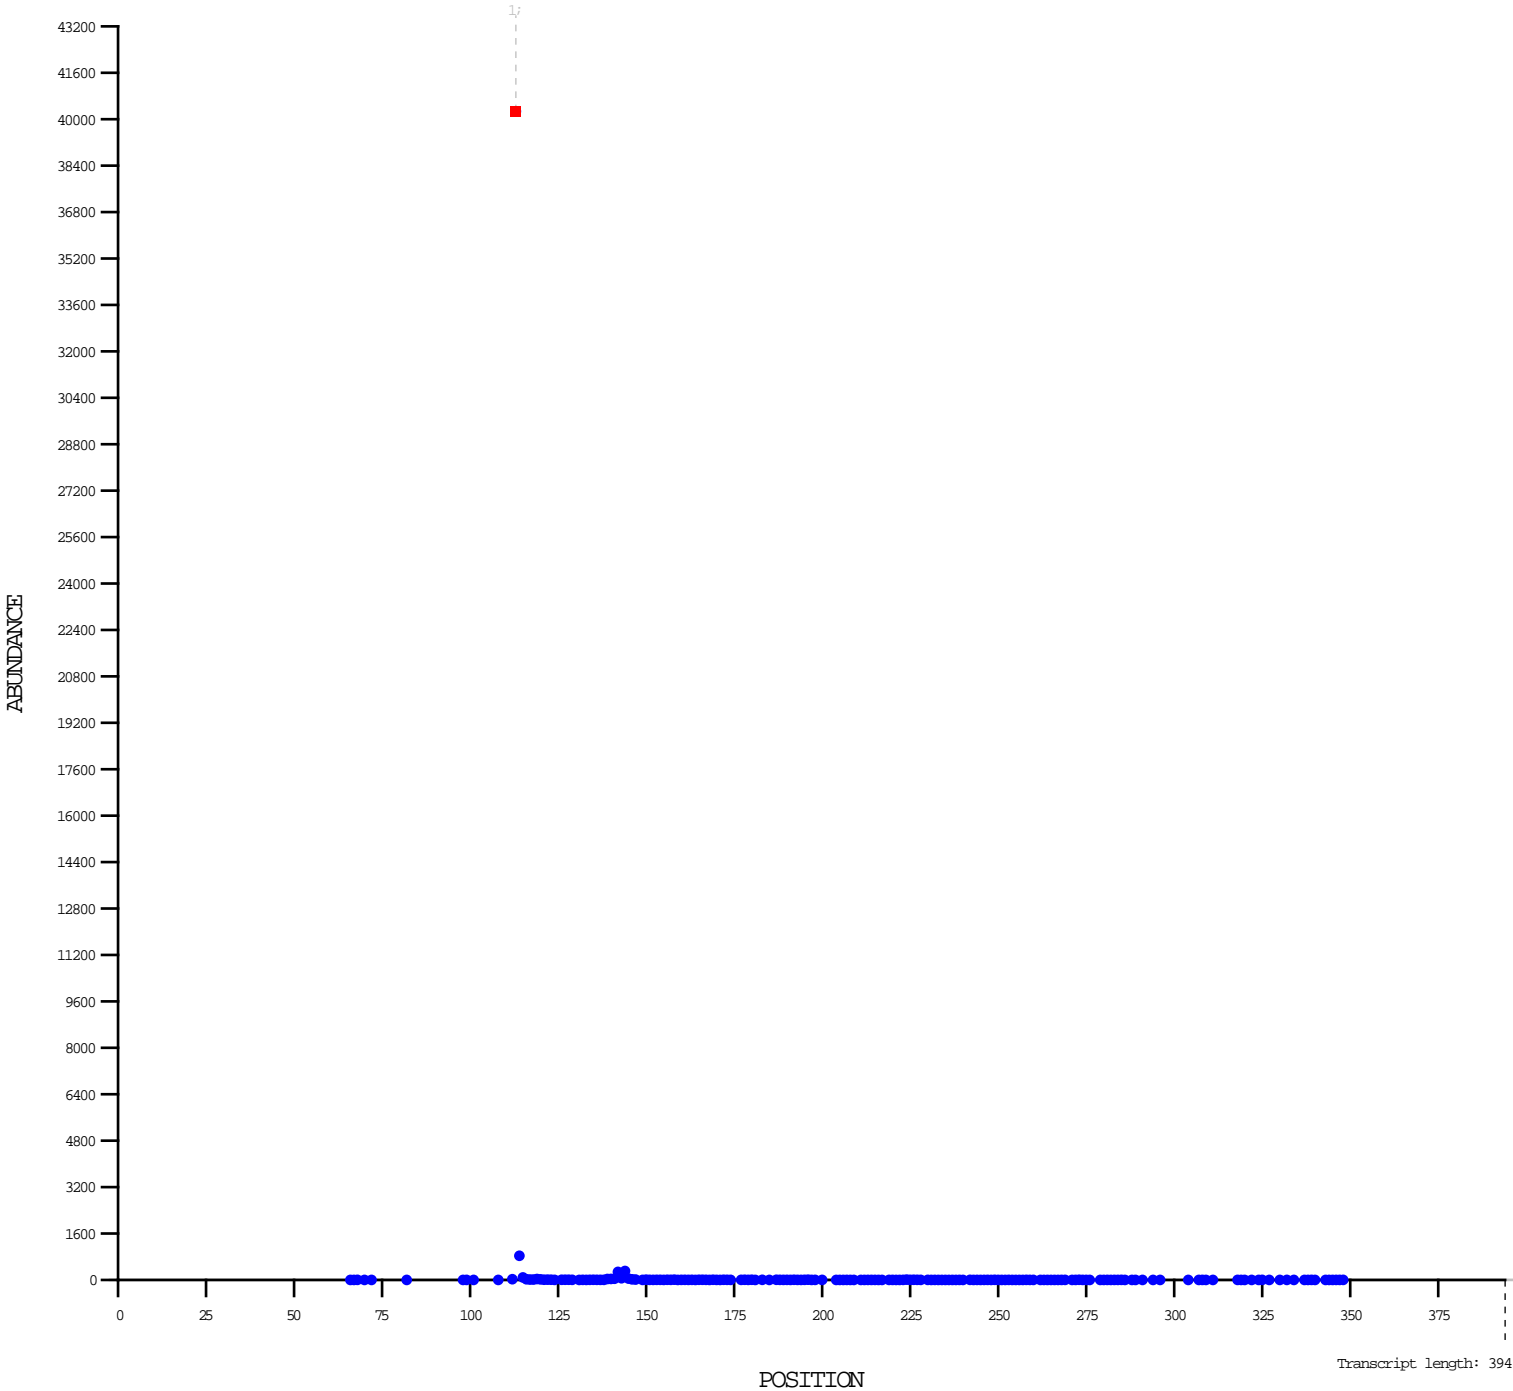

Category: 0 1 2 3 4  
Degradome alignment: Median:

0 #1 Position:113 Abundance: 40271.00(deg) 1(sRNA)  
5' TAGATAAAGATGAGAGAAAA 3' ID:  
o||||||| ||||| Score: 1.5  
3' GGGGCTATTCT-CICICITTTTTTTC 5' p-value: 0.0

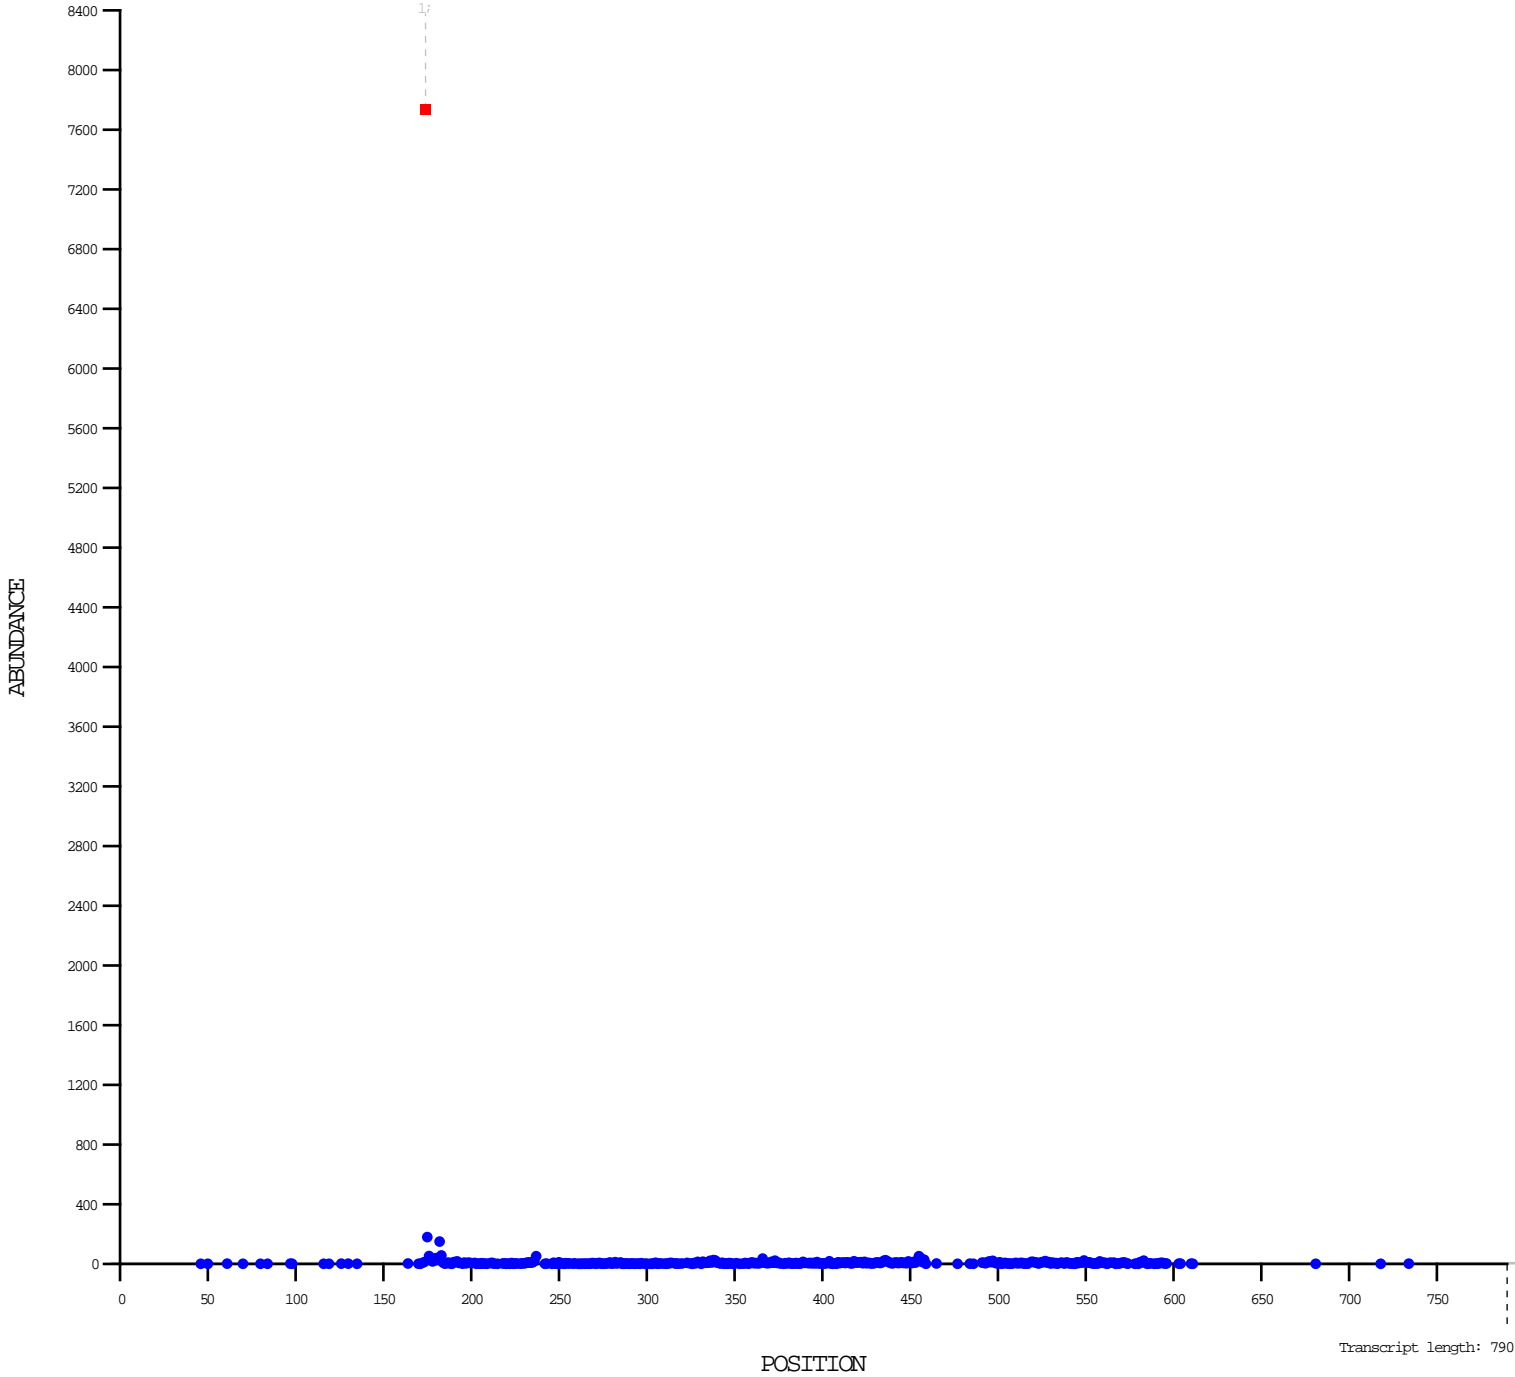

Category: 0 1 2 3 4  
Degradome alignment: ● Median: —

0 #1 Position:174 Abundance: 7736.00(deg) 1(sRNA)  
5' TAGATAAGATGAGAGAAAA 3' ID:  
o||||||||| ||||||||| Score: 1.5  
3' GGGGCTATTCT-CCTCTTTTTTTTCC 5' p-value: 0.0

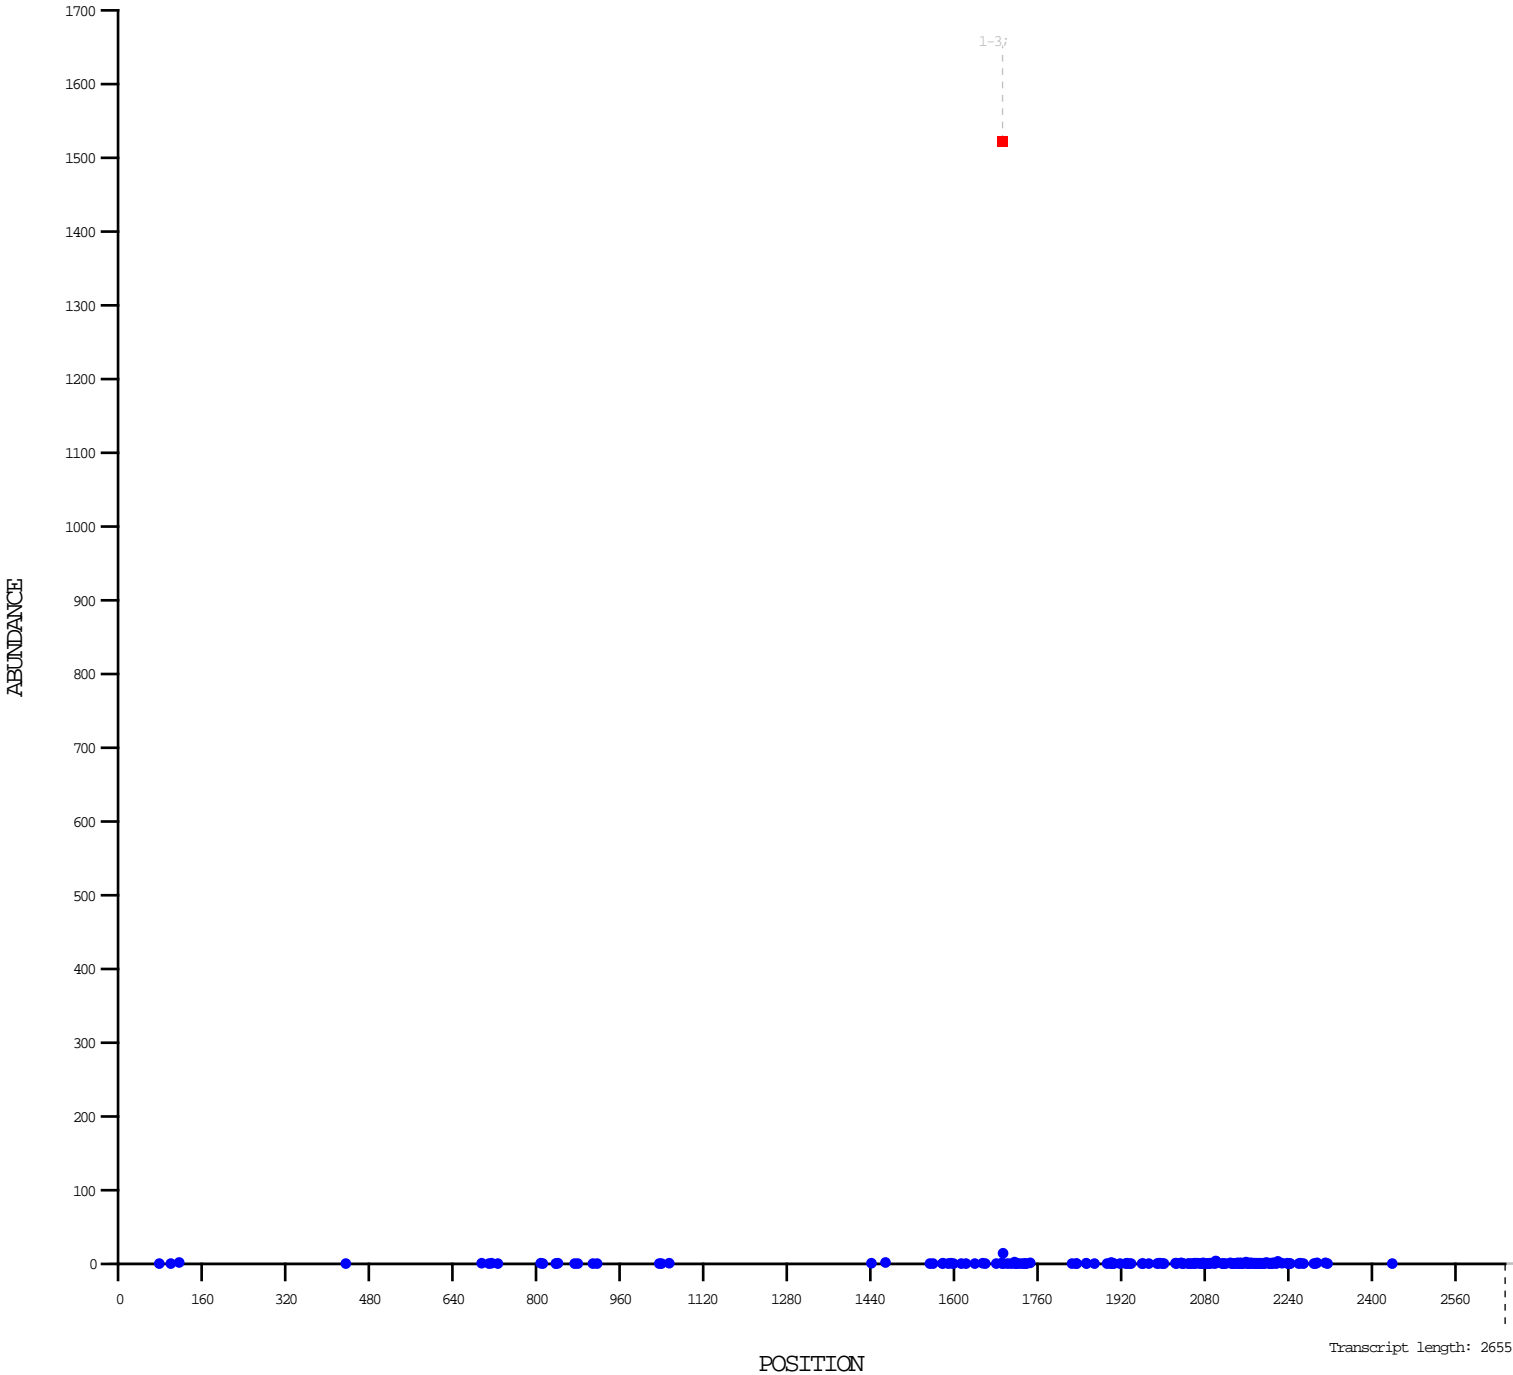

Category: 0 1 2 3 4

Degradome alignment: ● Median: —

■ 0 #1 Position:1693 Abundance: 1522.00(deg) 1(sRNA)

5' TGGCTGGCTCCCTGTATGCTT 3' ID:

Score: 0.5

3' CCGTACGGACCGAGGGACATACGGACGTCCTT 5' p-value: 0.0

■ 0 #2 Position:1693 Abundance: 1522.00(deg) 1(sRNA)

5' TGGCTGGCTCCCTGTATGCCG 3' ID:

Score: 1.0

3' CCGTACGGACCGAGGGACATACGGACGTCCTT 5' p-value: 0.0

■ 0 #3 Position:1693 Abundance: 1522.00(deg) 1(sRNA)

5' TGGCTGGCTCCCTGTATGCCA 3' ID:

Score: 1.0

3' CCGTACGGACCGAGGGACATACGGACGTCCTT 5' p-value: 0.0

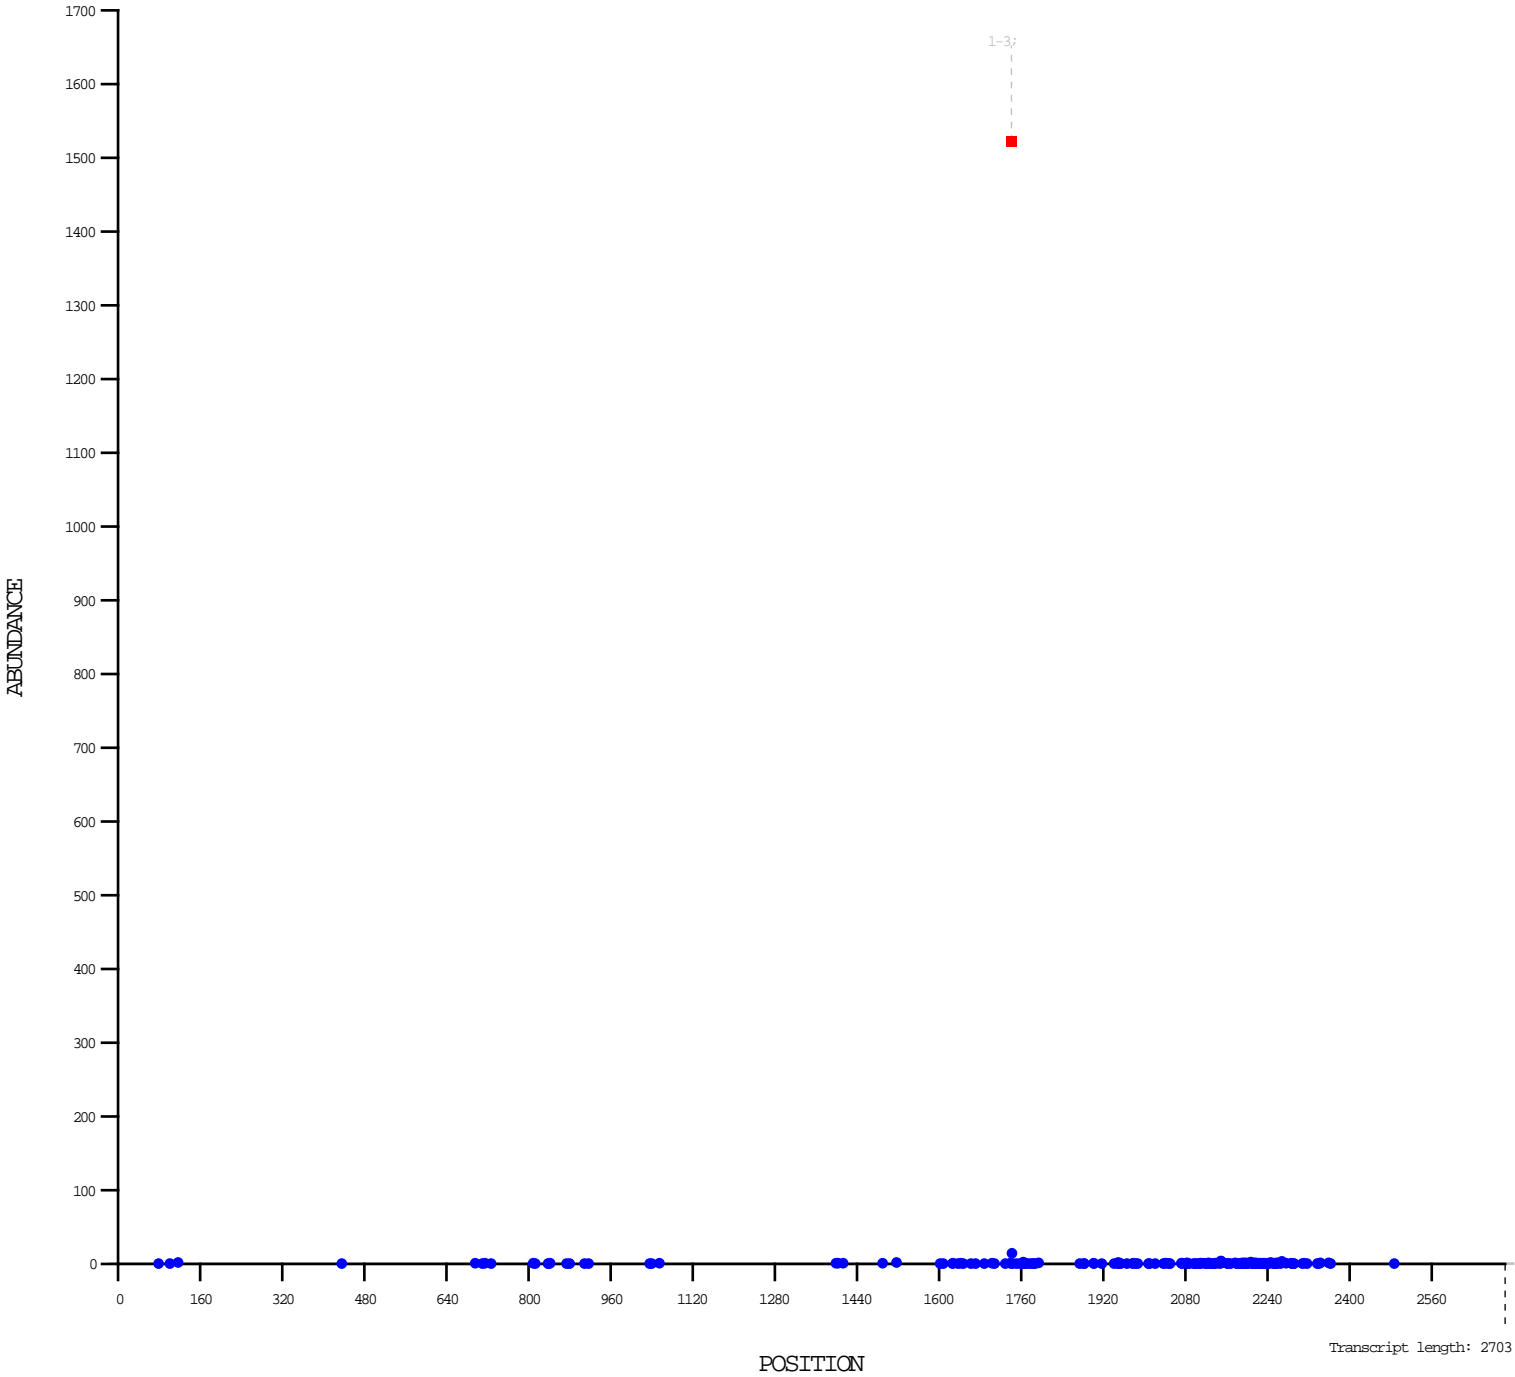

Category: 0 1 2 3 4

Degradome alignment: Median:

0

#1

Position:1741

Abundance: 1522.00(deg)

1(sRNA)

5' TGCC TGGCTCCCTGATGCTT 3' ID:

Score: 0.5

3' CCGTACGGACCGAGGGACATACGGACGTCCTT 5' p-value: 0.0

0

#2

Position:1741

Abundance: 1522.00(deg)

1(sRNA)

5' TGCC TGGCTCCCTGATGCCG 3' ID:

Score: 1.0

3' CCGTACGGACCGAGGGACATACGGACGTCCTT 5' p-value: 0.0

0

#3

Position:1741

Abundance: 1522.00(deg)

1(sRNA)

5' TGCC TGGCTCCCTGATGCCA 3' ID:

Score: 1.0

3' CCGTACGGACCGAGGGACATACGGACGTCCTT 5' p-value: 0.0

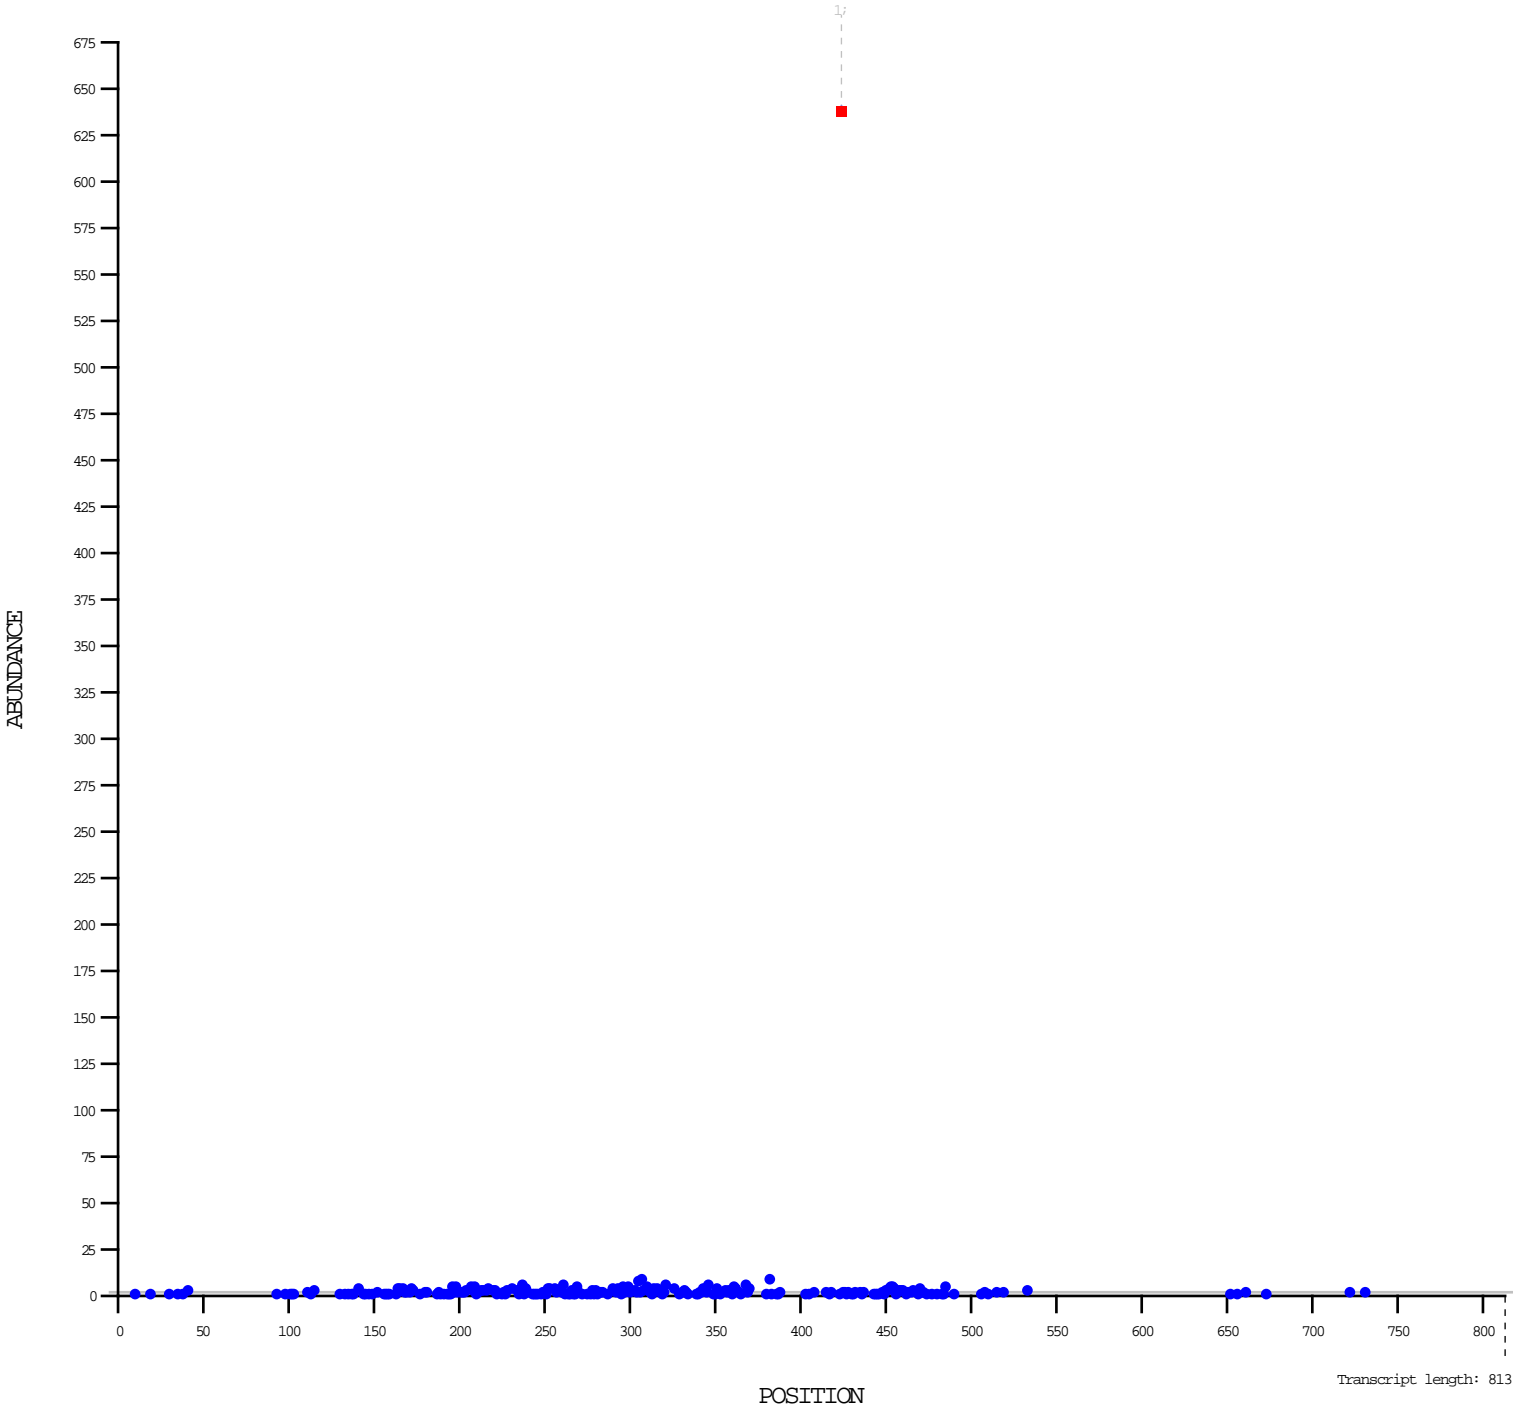

Category: 0 1 2 3 4  
Degradome alignment: ● Median: —

0 #1 Position:424 Abundance: 638.00(deg) 1(sRNA)  
5' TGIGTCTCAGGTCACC-CCIT 3' ID:  
3' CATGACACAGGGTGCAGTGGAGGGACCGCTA 5' p-value: 0.0

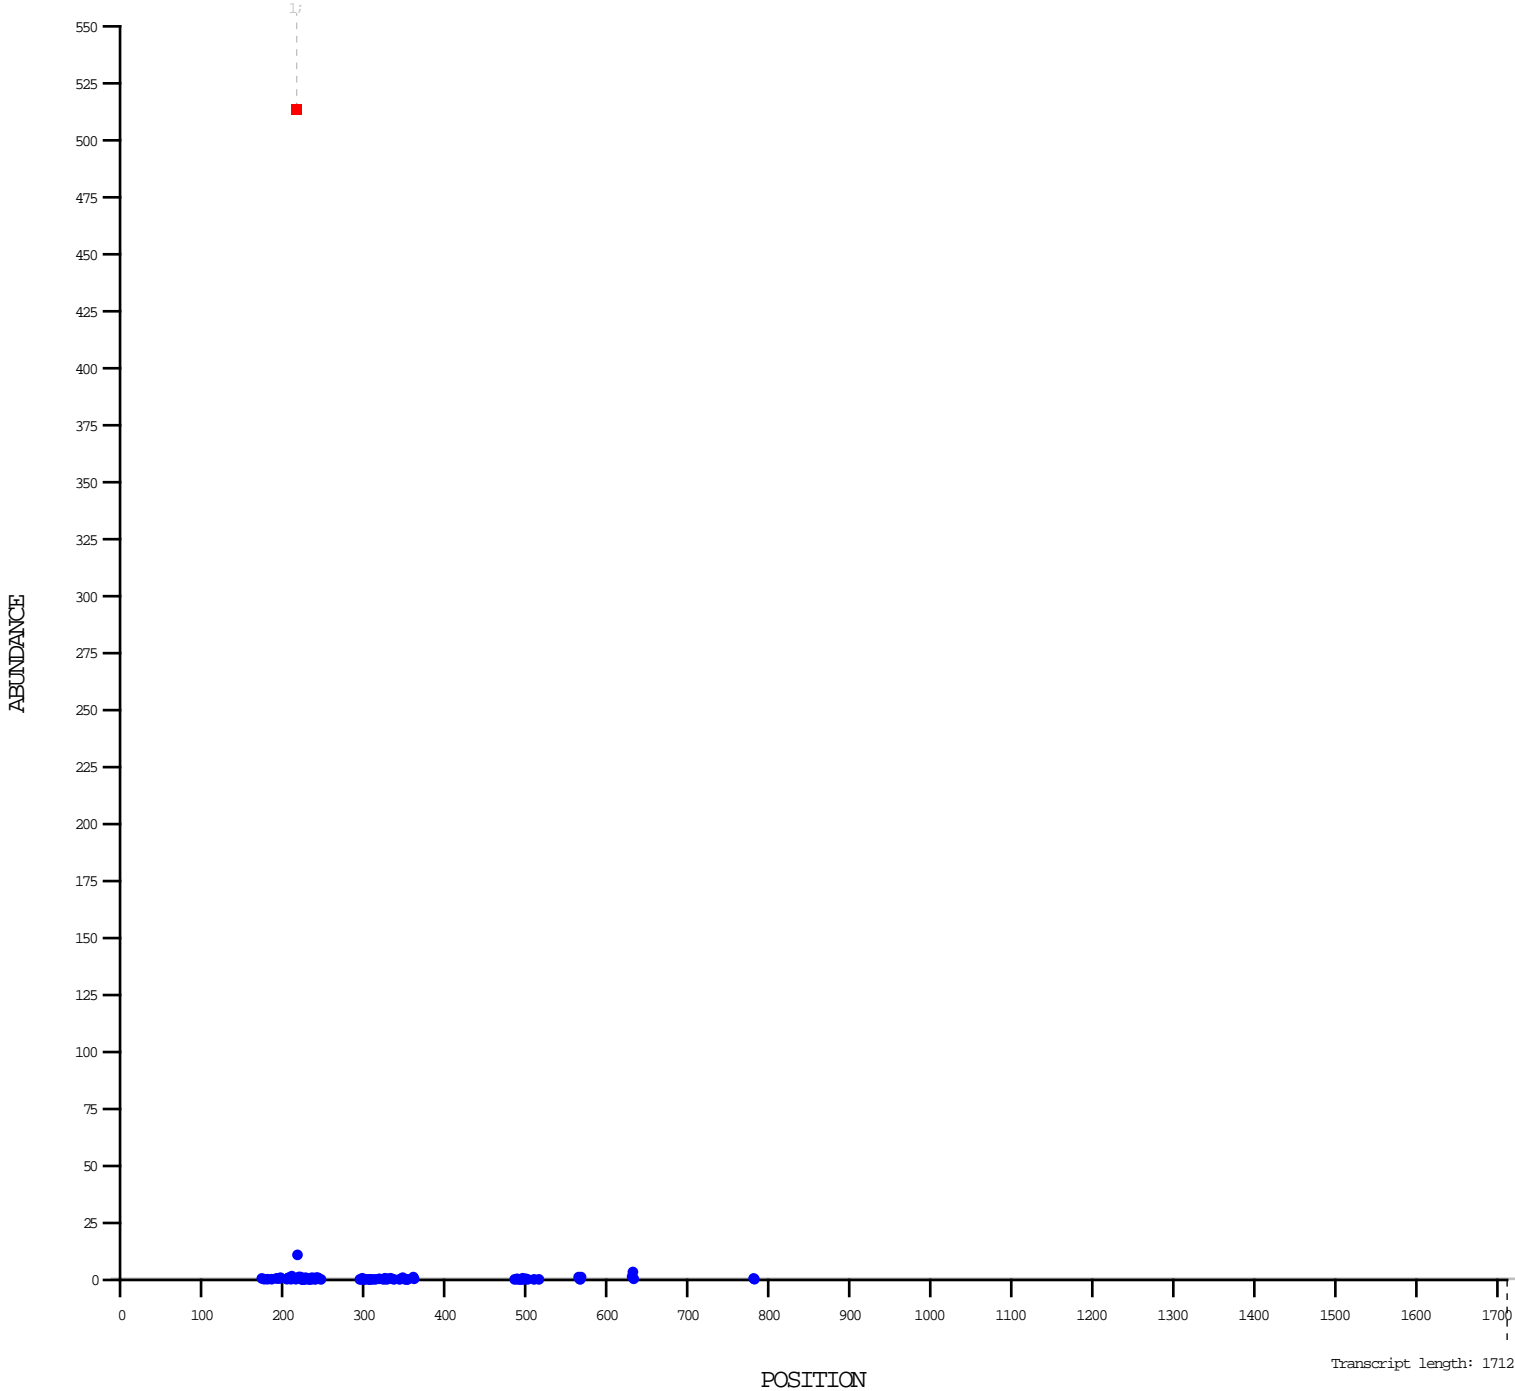

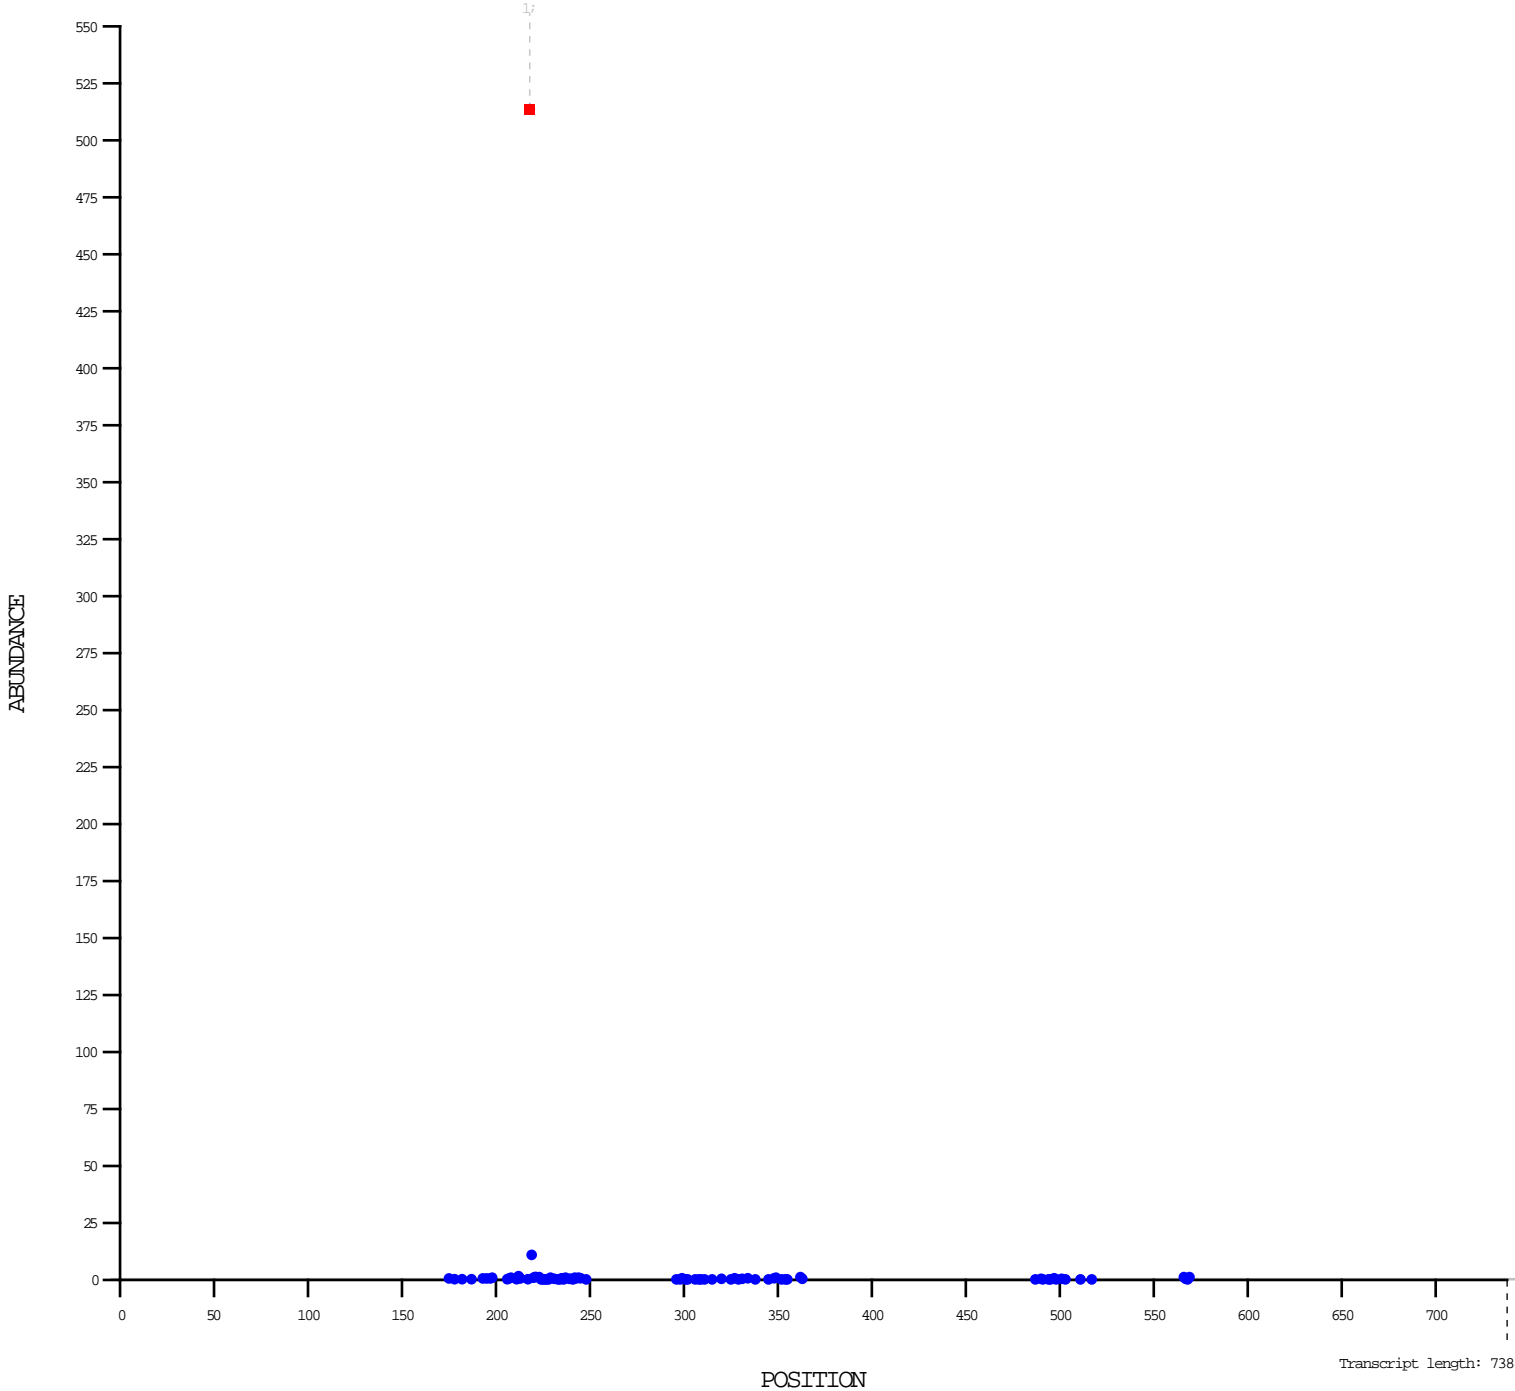

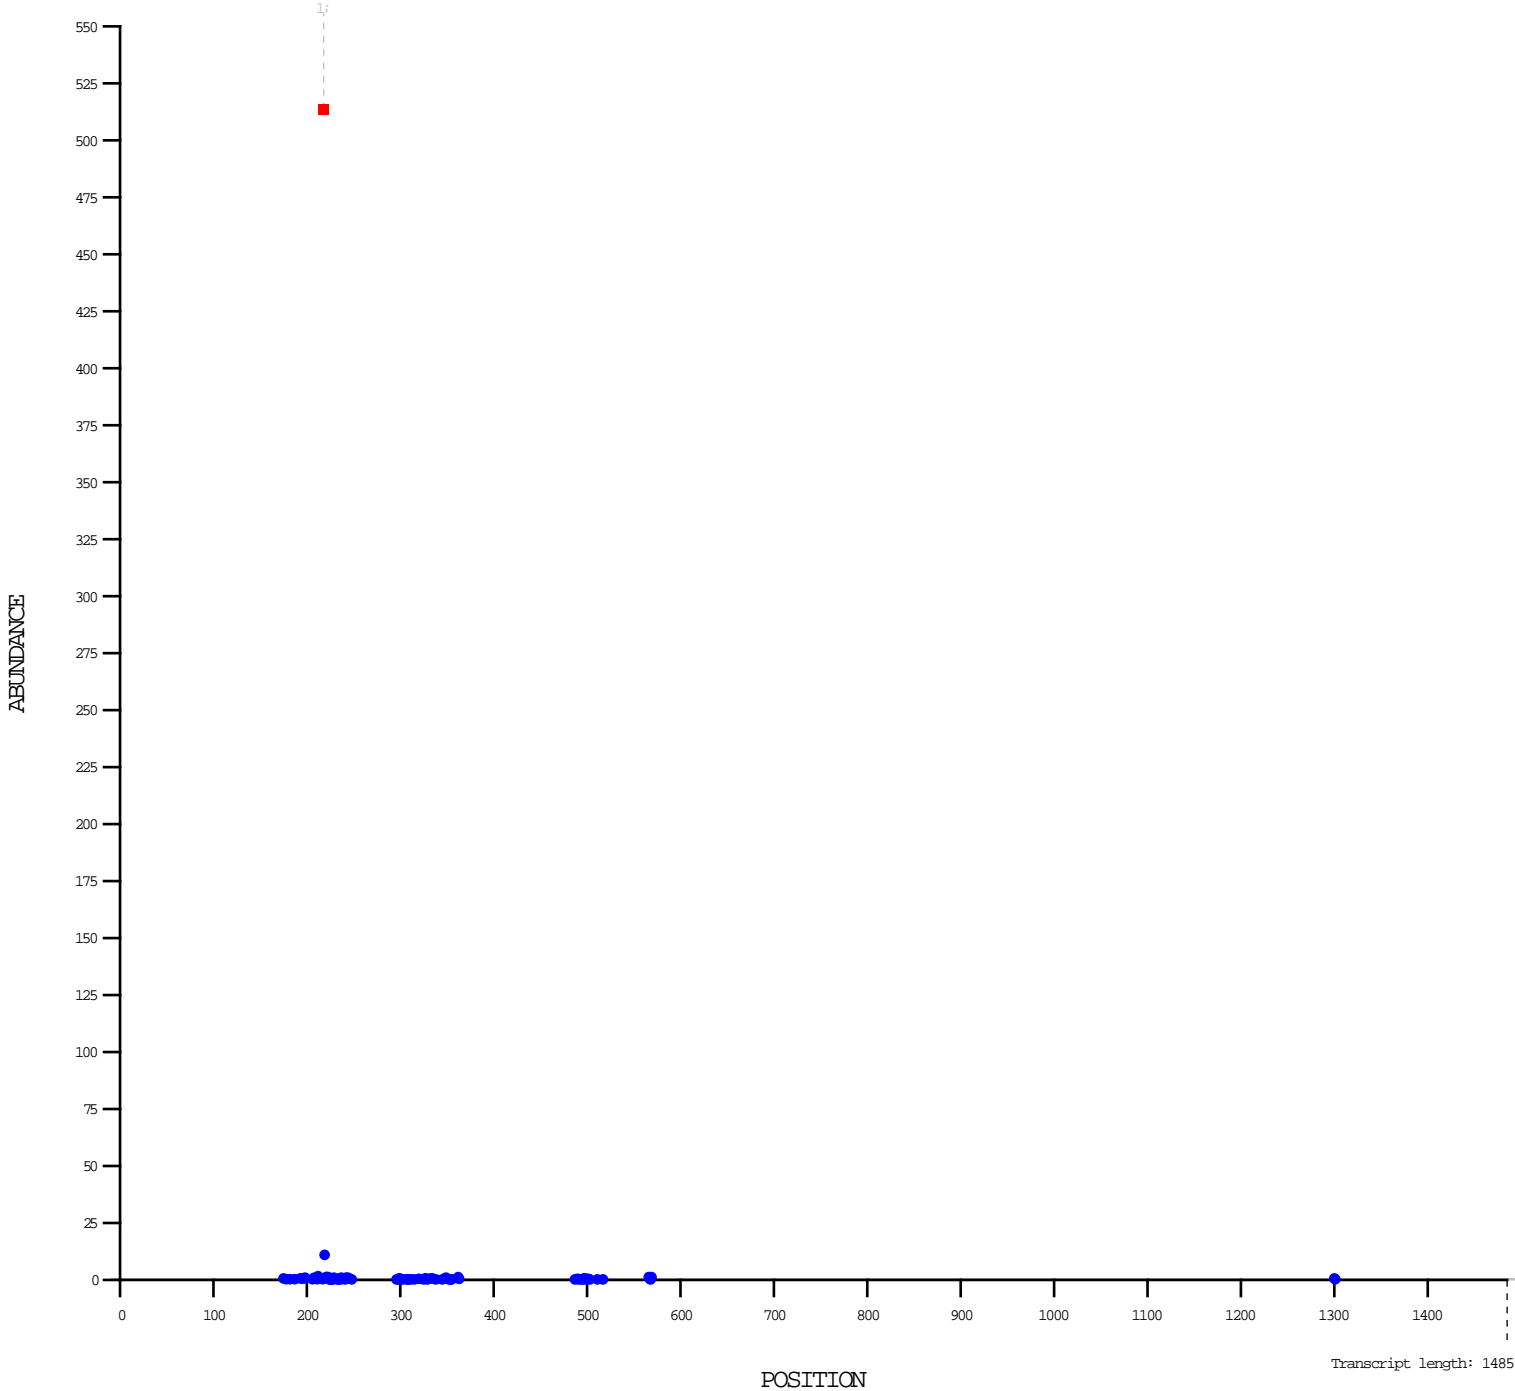

Category: 0 1 2 3 4

Degradome alignment: ● Median: —

0 #1 Position:218 Abundance: 513.67(deg) 1(sRNA)

5' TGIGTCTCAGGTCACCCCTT 3' ID:

3' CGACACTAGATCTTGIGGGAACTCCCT 5' p-value: 0.0

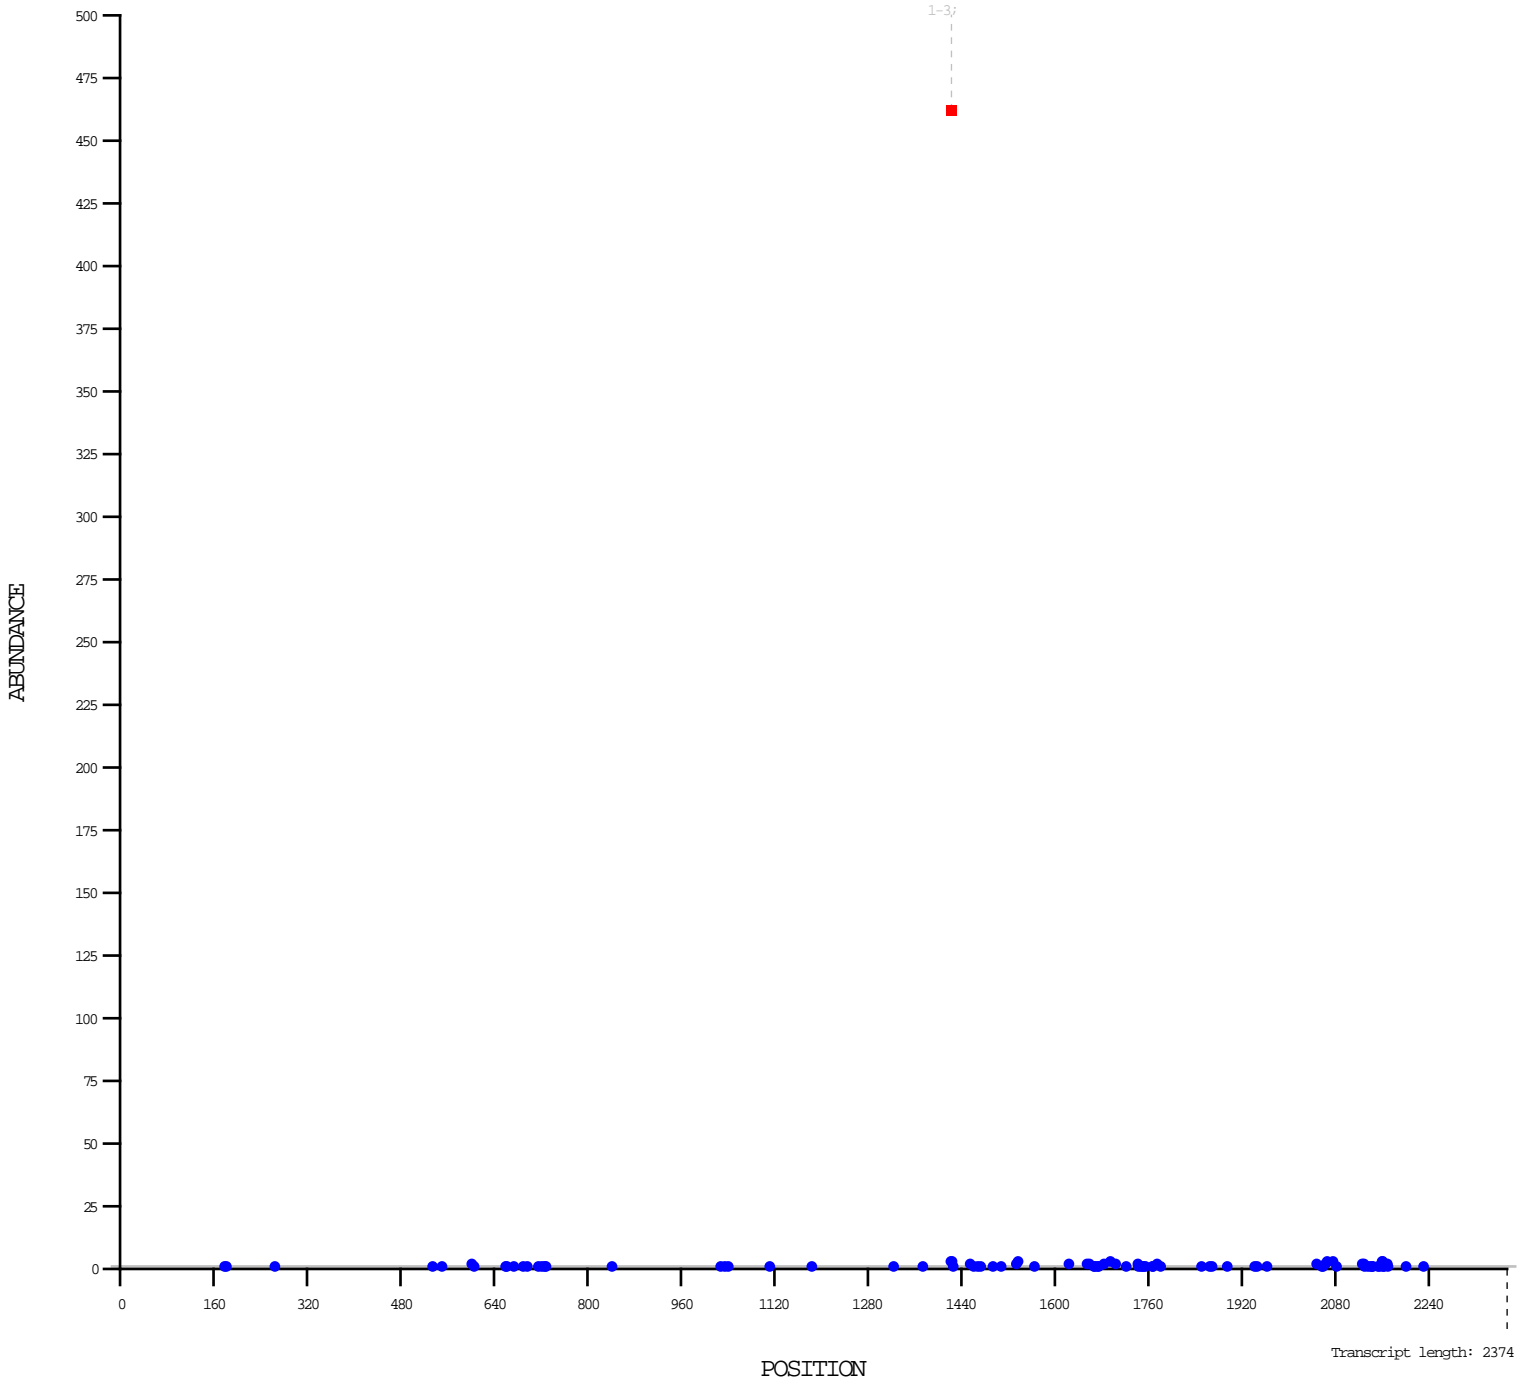

Category: 0 1 2 3 4

Degradome alignment: ● Median: —

■ 0

#1 Position:1423 Abundance: 462.00(deg) 1(sRNA)

5' TGCCTGGCTCCCTGTATGCCA 3' ID:

Score: 0.5

3' TAAAA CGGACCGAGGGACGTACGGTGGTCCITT 5' p-value: 0.0

■ 0

#2 Position:1423 Abundance: 462.00(deg) 1(sRNA)

5' TGCCTGGCTCCCTGTATGCCG 3' ID:

Score: 1.0

3' TAAAA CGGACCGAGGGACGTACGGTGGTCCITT 5' p-value: 0.0

■ 0

#3 Position:1423 Abundance: 462.00(deg) 1(sRNA)

5' TGCCTGGCTCCCTGTATGCCT 3' ID:

Score: 2.0

3' TAAAA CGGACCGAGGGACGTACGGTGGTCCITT 5' p-value: 0.0

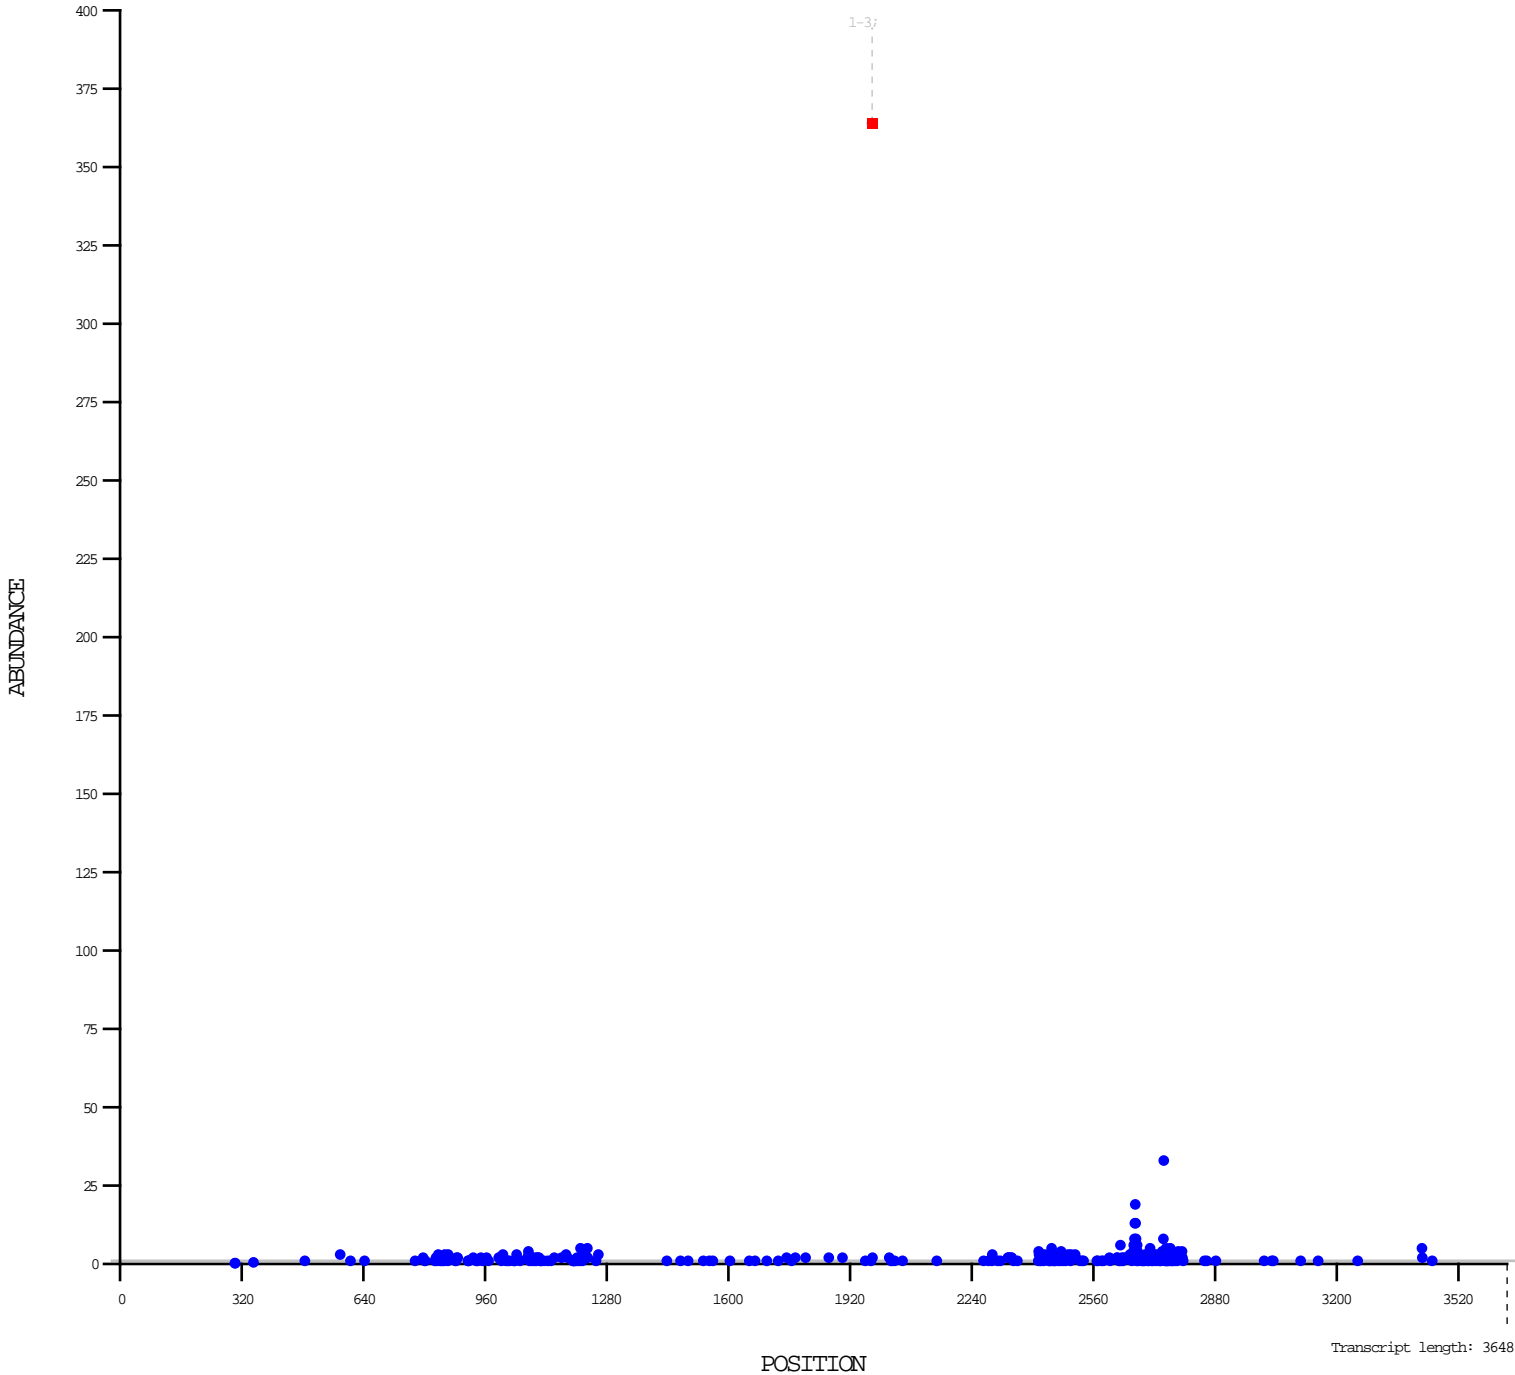

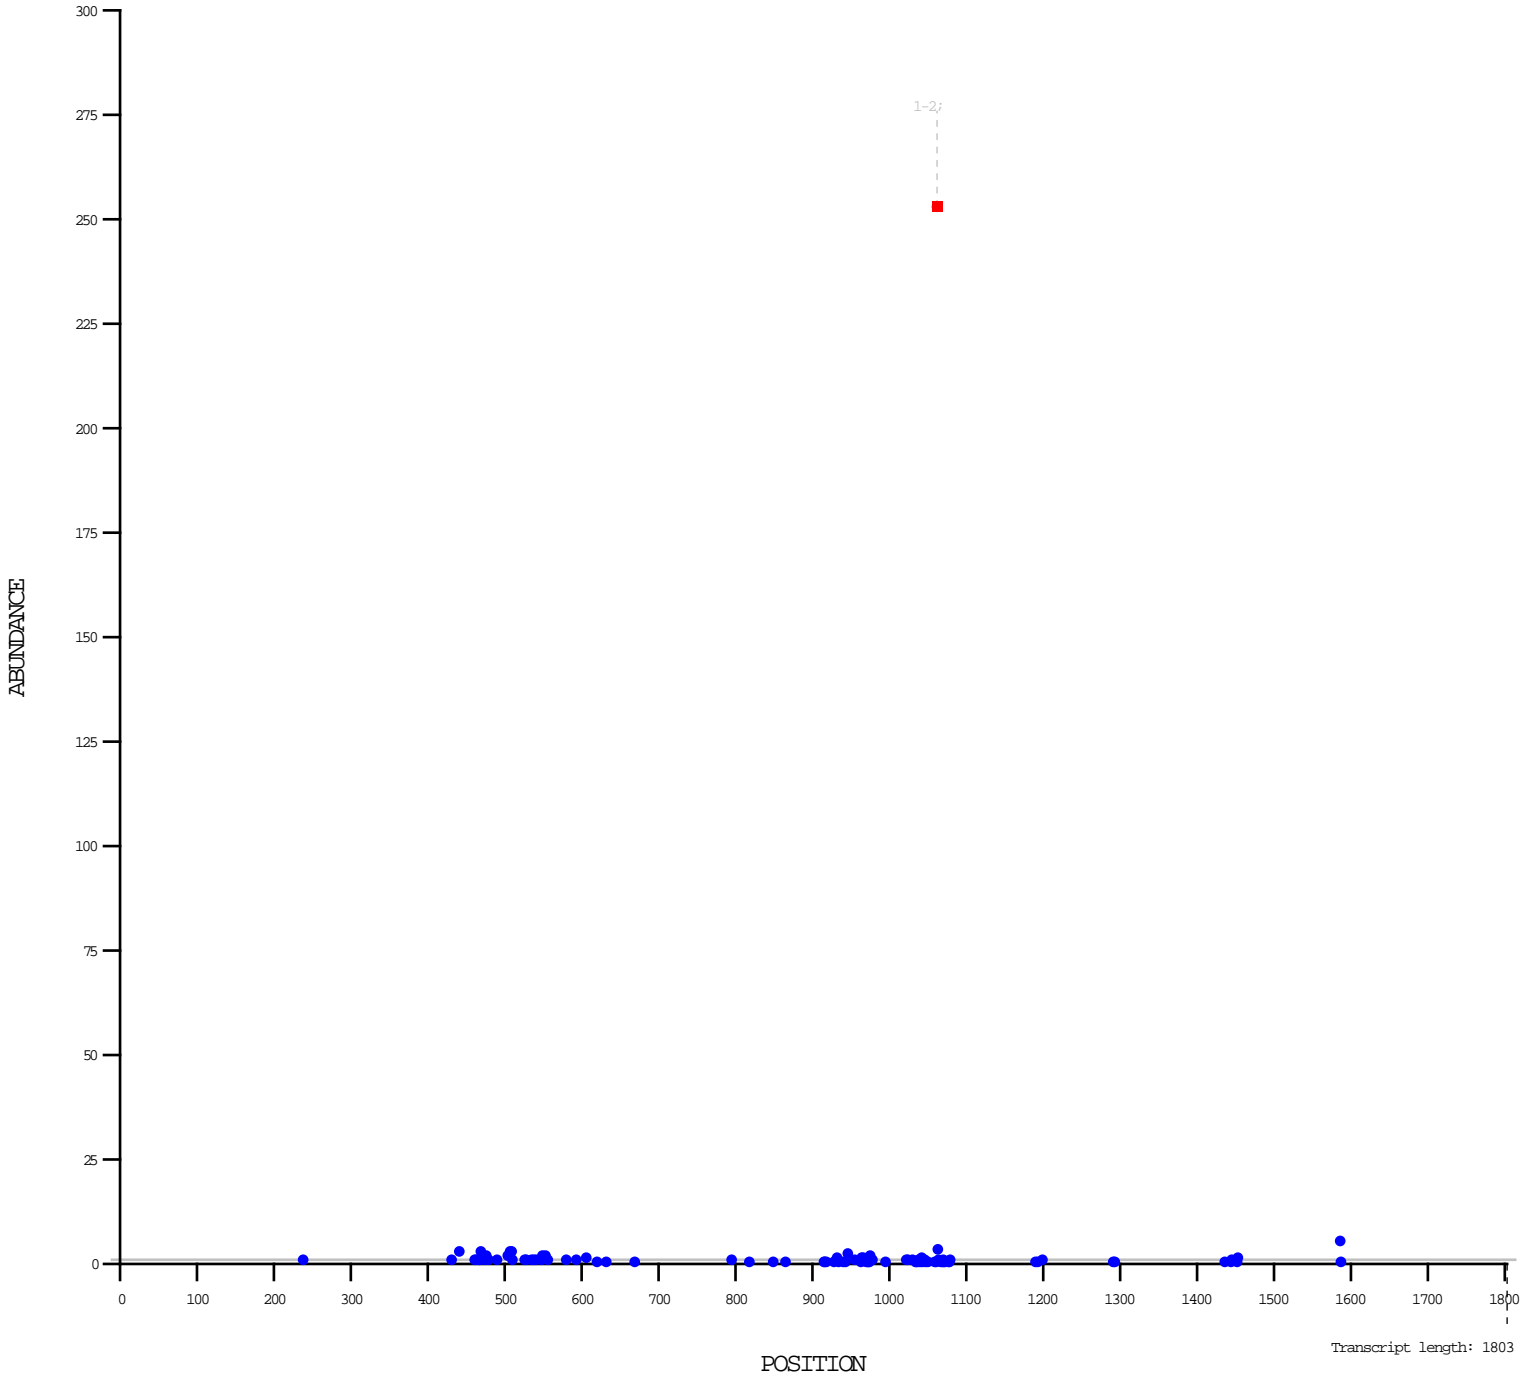

Category: 0 1 2 3 4  
Degradome alignment: ● Median: —

■ 0 #1 Position:1062 Abundance: 253.00(deg) 1(sRNA)  
5' TGGAGAGCAGGGCACCTGCA 3' ID:  
3' CTTAACCTCTTGTCTGTGTCATTGGCCTAG 5' p-value: 0.0

■ 0 #2 Position:1062 Abundance: 253.00(deg) 1(sRNA)  
5' TGGAGAGCAGGGCACATGCT 3' ID:  
3' CTTAACCTCTTGTCTGTGTCATTGGCCTAG 5' p-value: 0.03

orange1.1t02254.1 gene=orange1.1t02254 CDS=544-1587

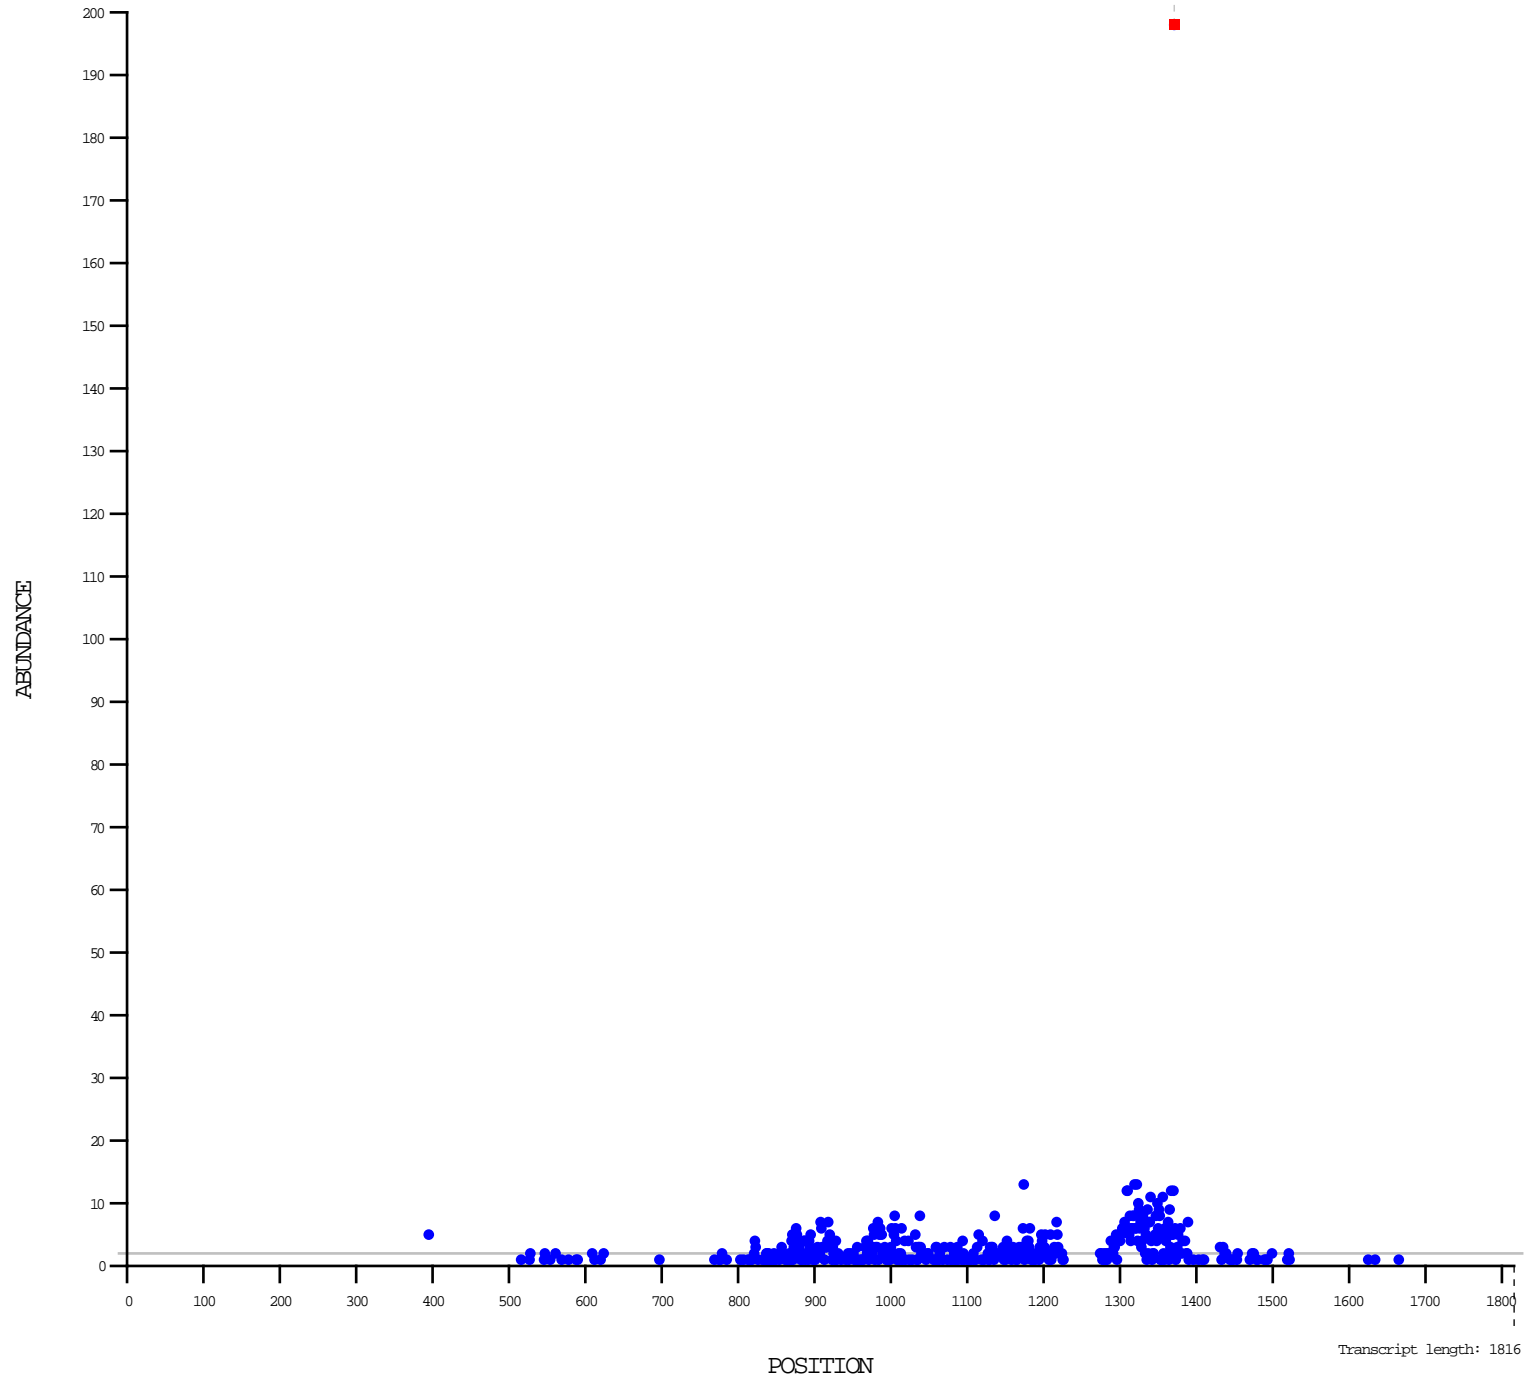

Category: 0 1 2 3 4  
Degradome alignment: ● Median: —

■ 0 #1 Position:1371 Abundance: 198.00(deg) 1(sRNA)  
5' TTCCACAGCTTCTTGAAC TG 3' ID:  
o|||||o Score: 4.0  
3' CTAGGAGGTGTCGAAGAGTCTGTTGGTAA 5' p-value: 0.02

■ 0 #2 Position:1371 Abundance: 198.00(deg) 1(sRNA)  
5' TTCCACGGCTTCTTGAAC GT 3' ID:  
o|||||o|||||o Score: 4.5  
3' CTAGGAGGTGTCGAAGAGTCTGTTGGTAA 5' p-value: 0.05

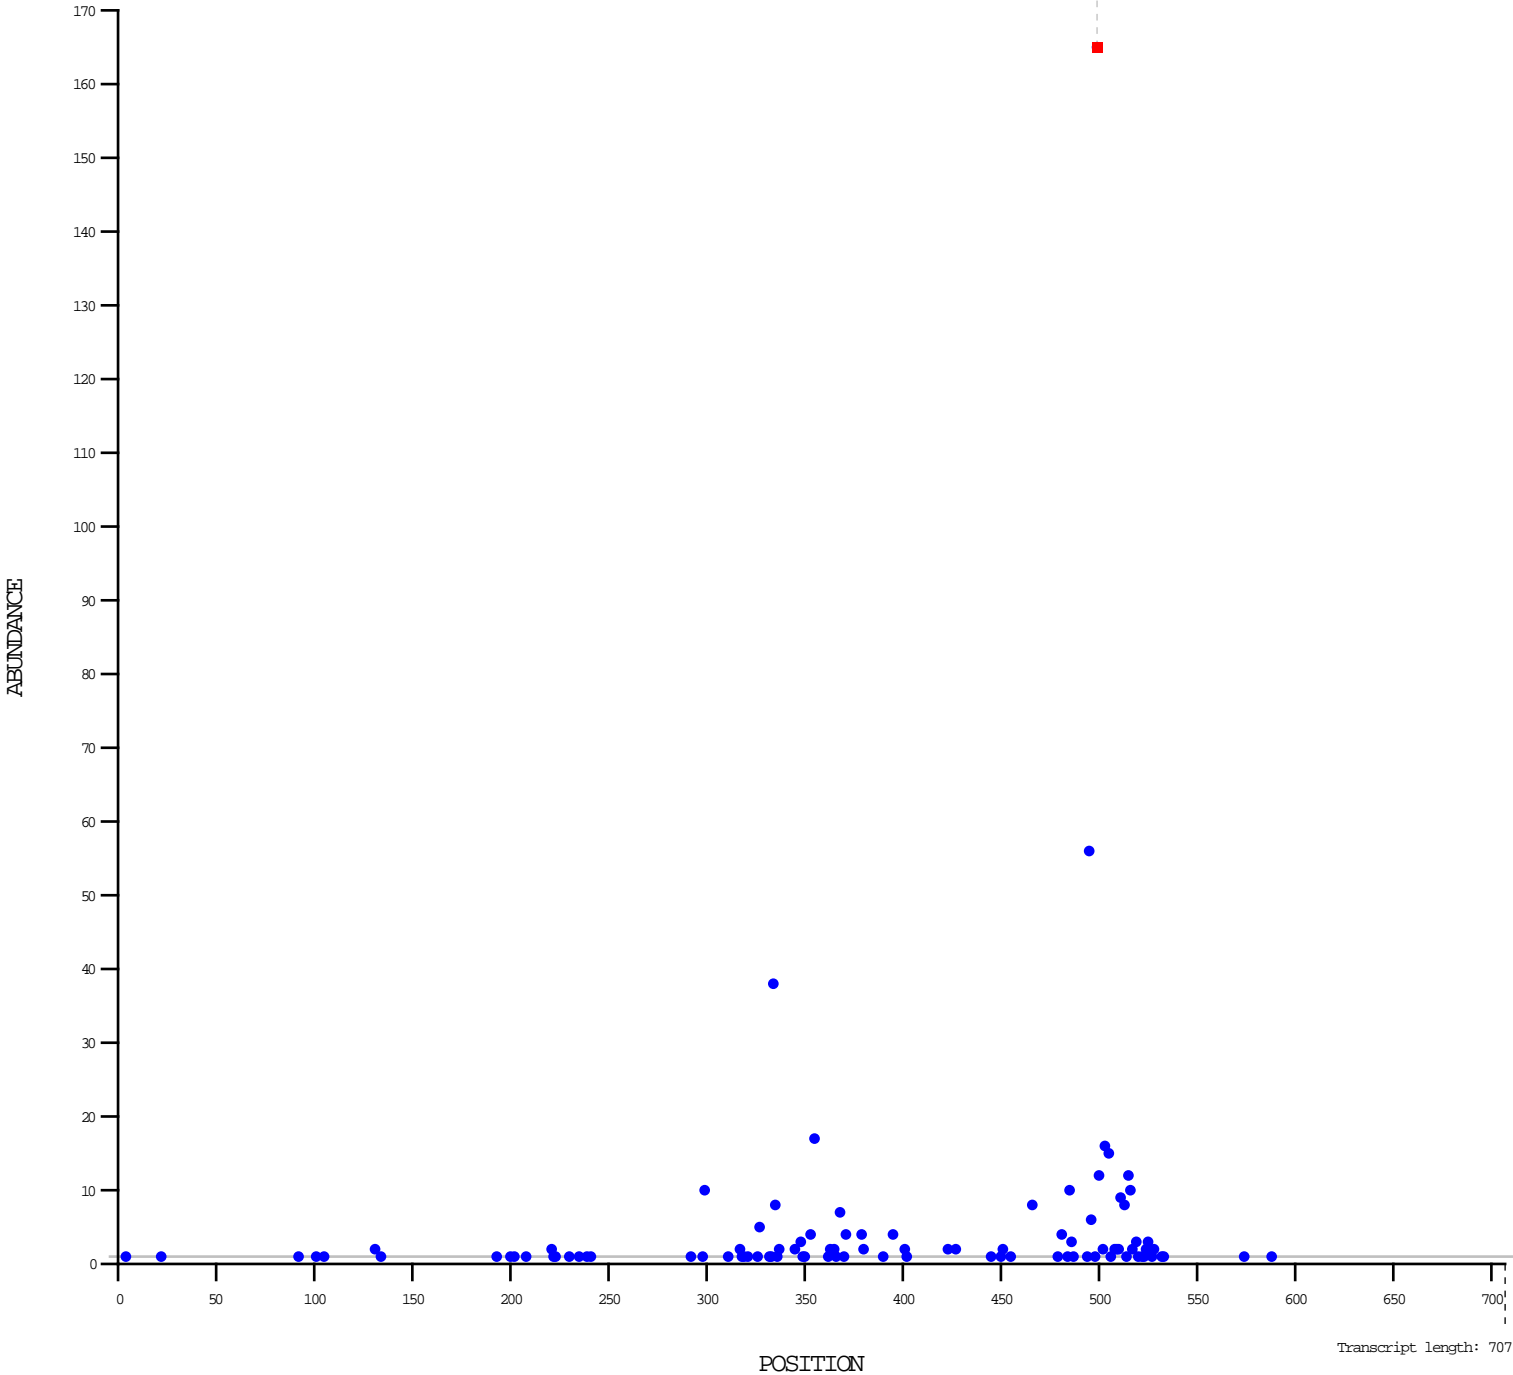

Category: 0 1 2 3 4

Degradome alignment: Median:

0 #1 Position:499 Abundance: 165.00(deg 1(sRNA)

5' AAGCTCAGGAGGGATAG-CGCC 3' ID:

3' GTTGTGAGTCCCTCCCTATCGTTCCT 5' p-value: 0.0

orange1.1t00850.1 gene=orange1.1t00850 CDS=1-3210

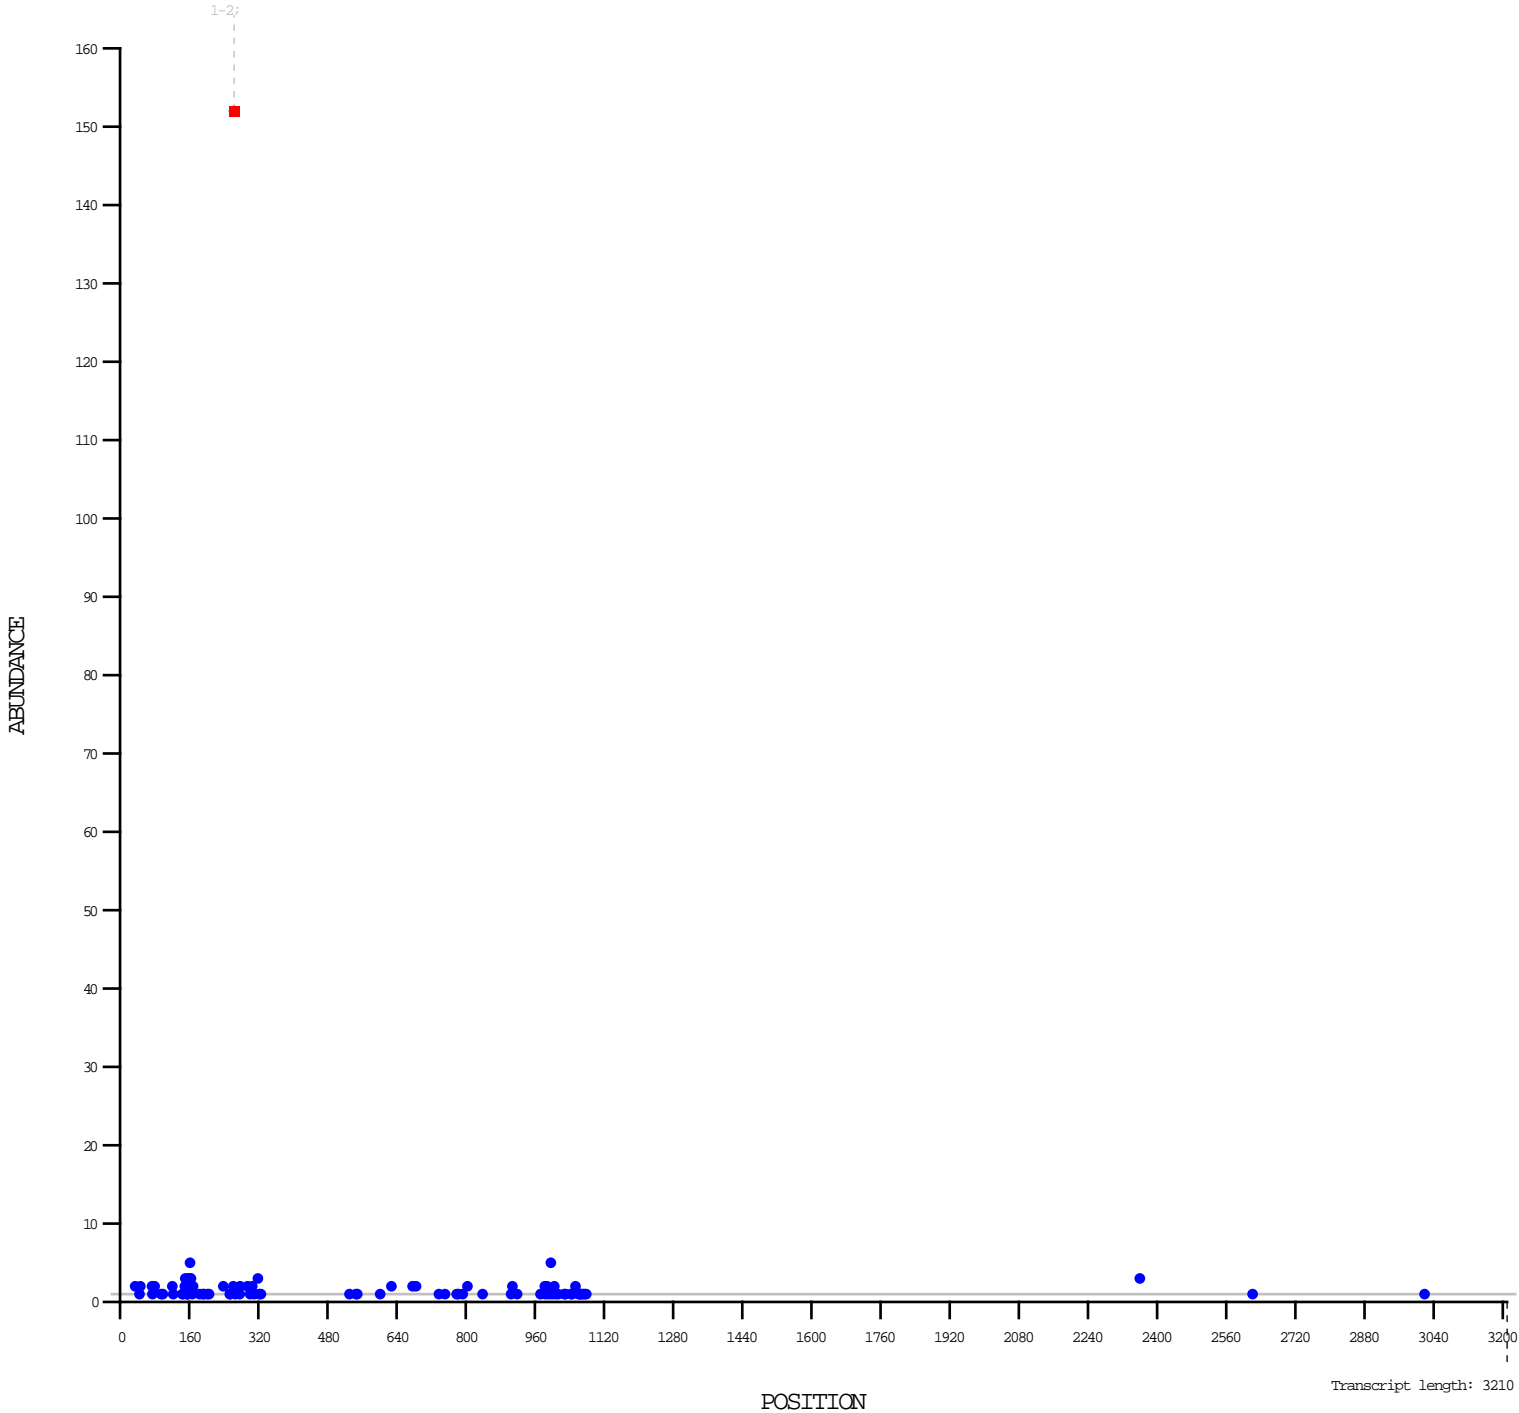

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

**■** 0 #1 Position:264 Abundance: 152.00(deg) 1(sRNA)  
 5' TTCCACAGCTTTCTTGAAGTCG 3' ID:  
 3' GAAATGGTGTCGAAGAAGTGTGAAGACTA 5' Score: 3.0  
                                 p-value: 0.02

■ 0 #2 Position:264 Abundance: 152.00(deg 1(sRNA)  
5' TTCCAGCGCTTTCTCTGAACGT 3' ID: Score: 3.5  
3' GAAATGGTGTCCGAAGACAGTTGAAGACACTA 5' p-value: 0.01

orange1.1t00199.1 gene=orange1.1t00199 CDS=501-2621

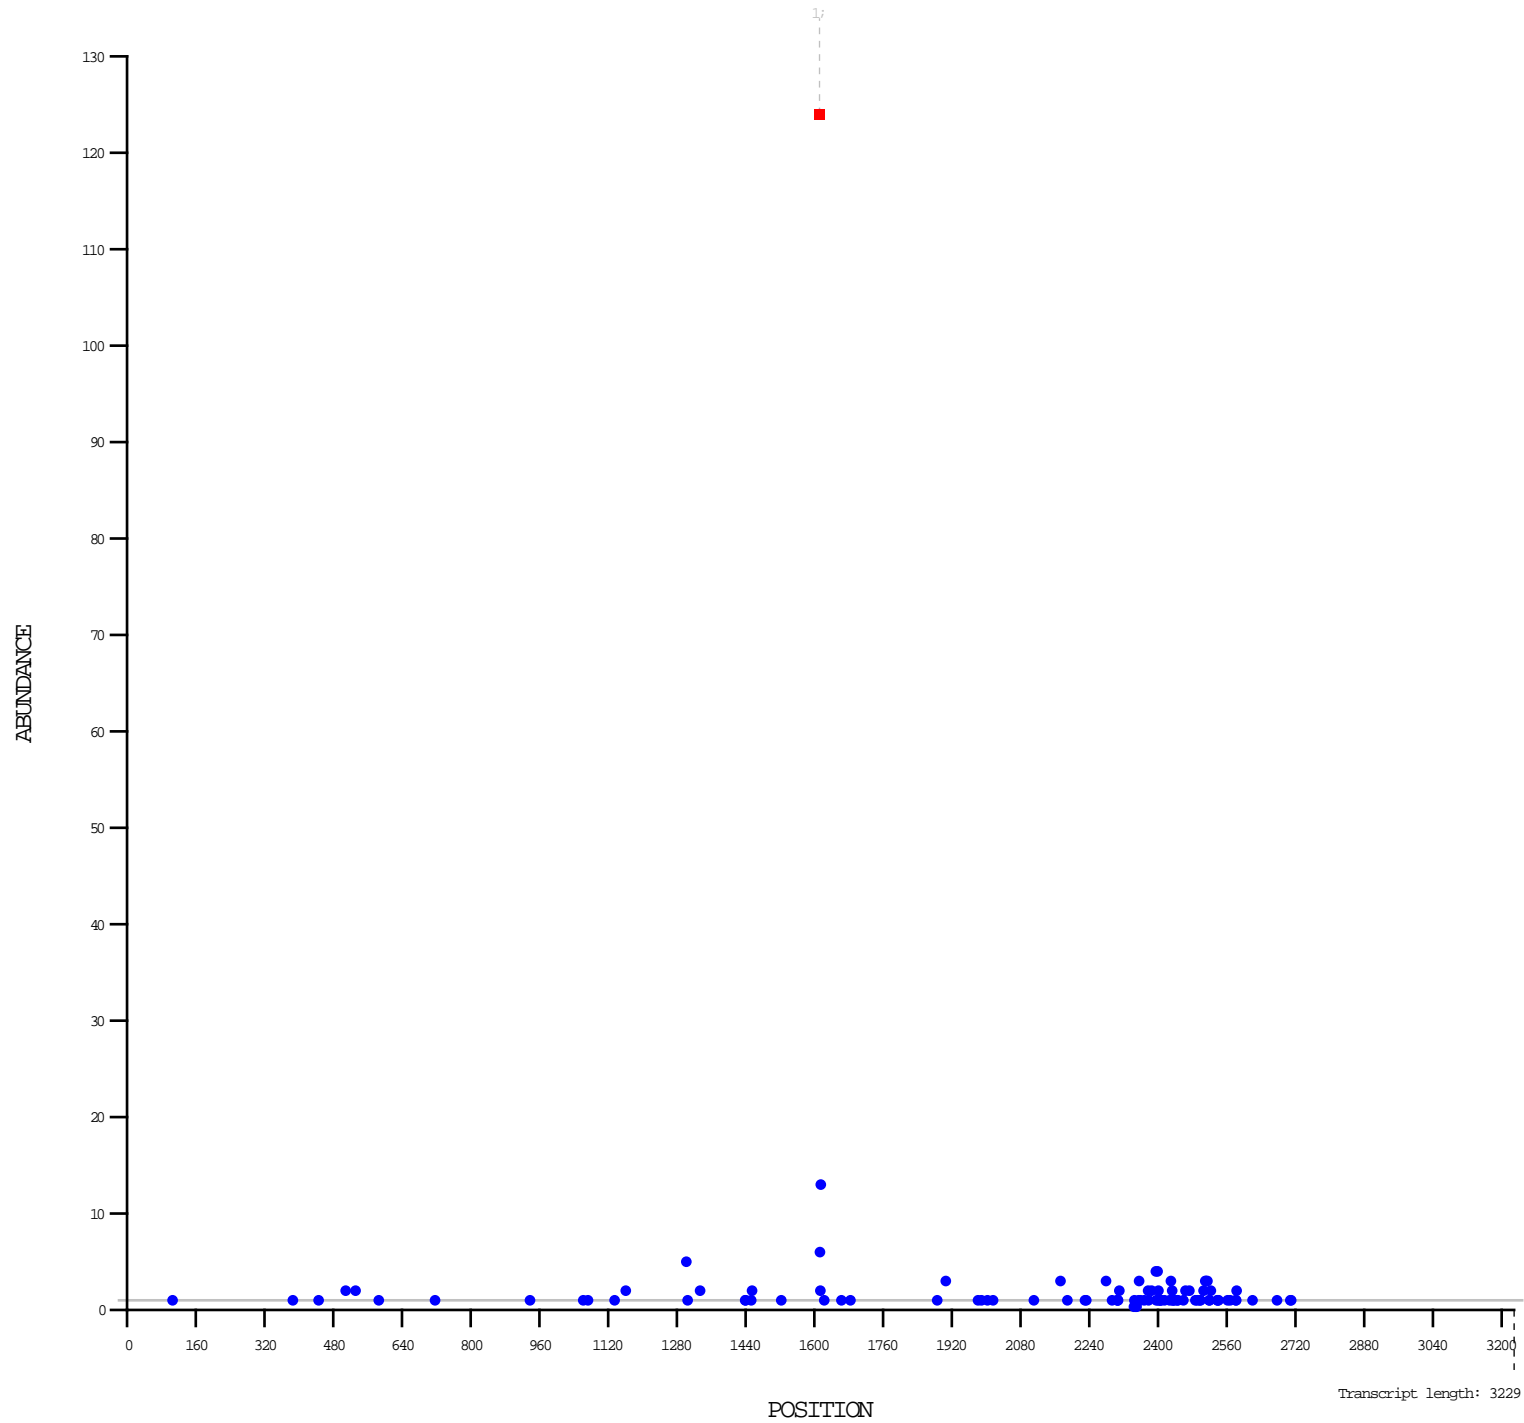

Category: 0 1 2 3 4  
Degradome alignment: Median:

0 #1 Position:1612 Abundance: 124.00(deg) 1(sRNA)  
5' TTGAGCCGCGCCCAATATCAC 3' ID:  
3' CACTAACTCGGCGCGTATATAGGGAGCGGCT 5' p-value: 0.0

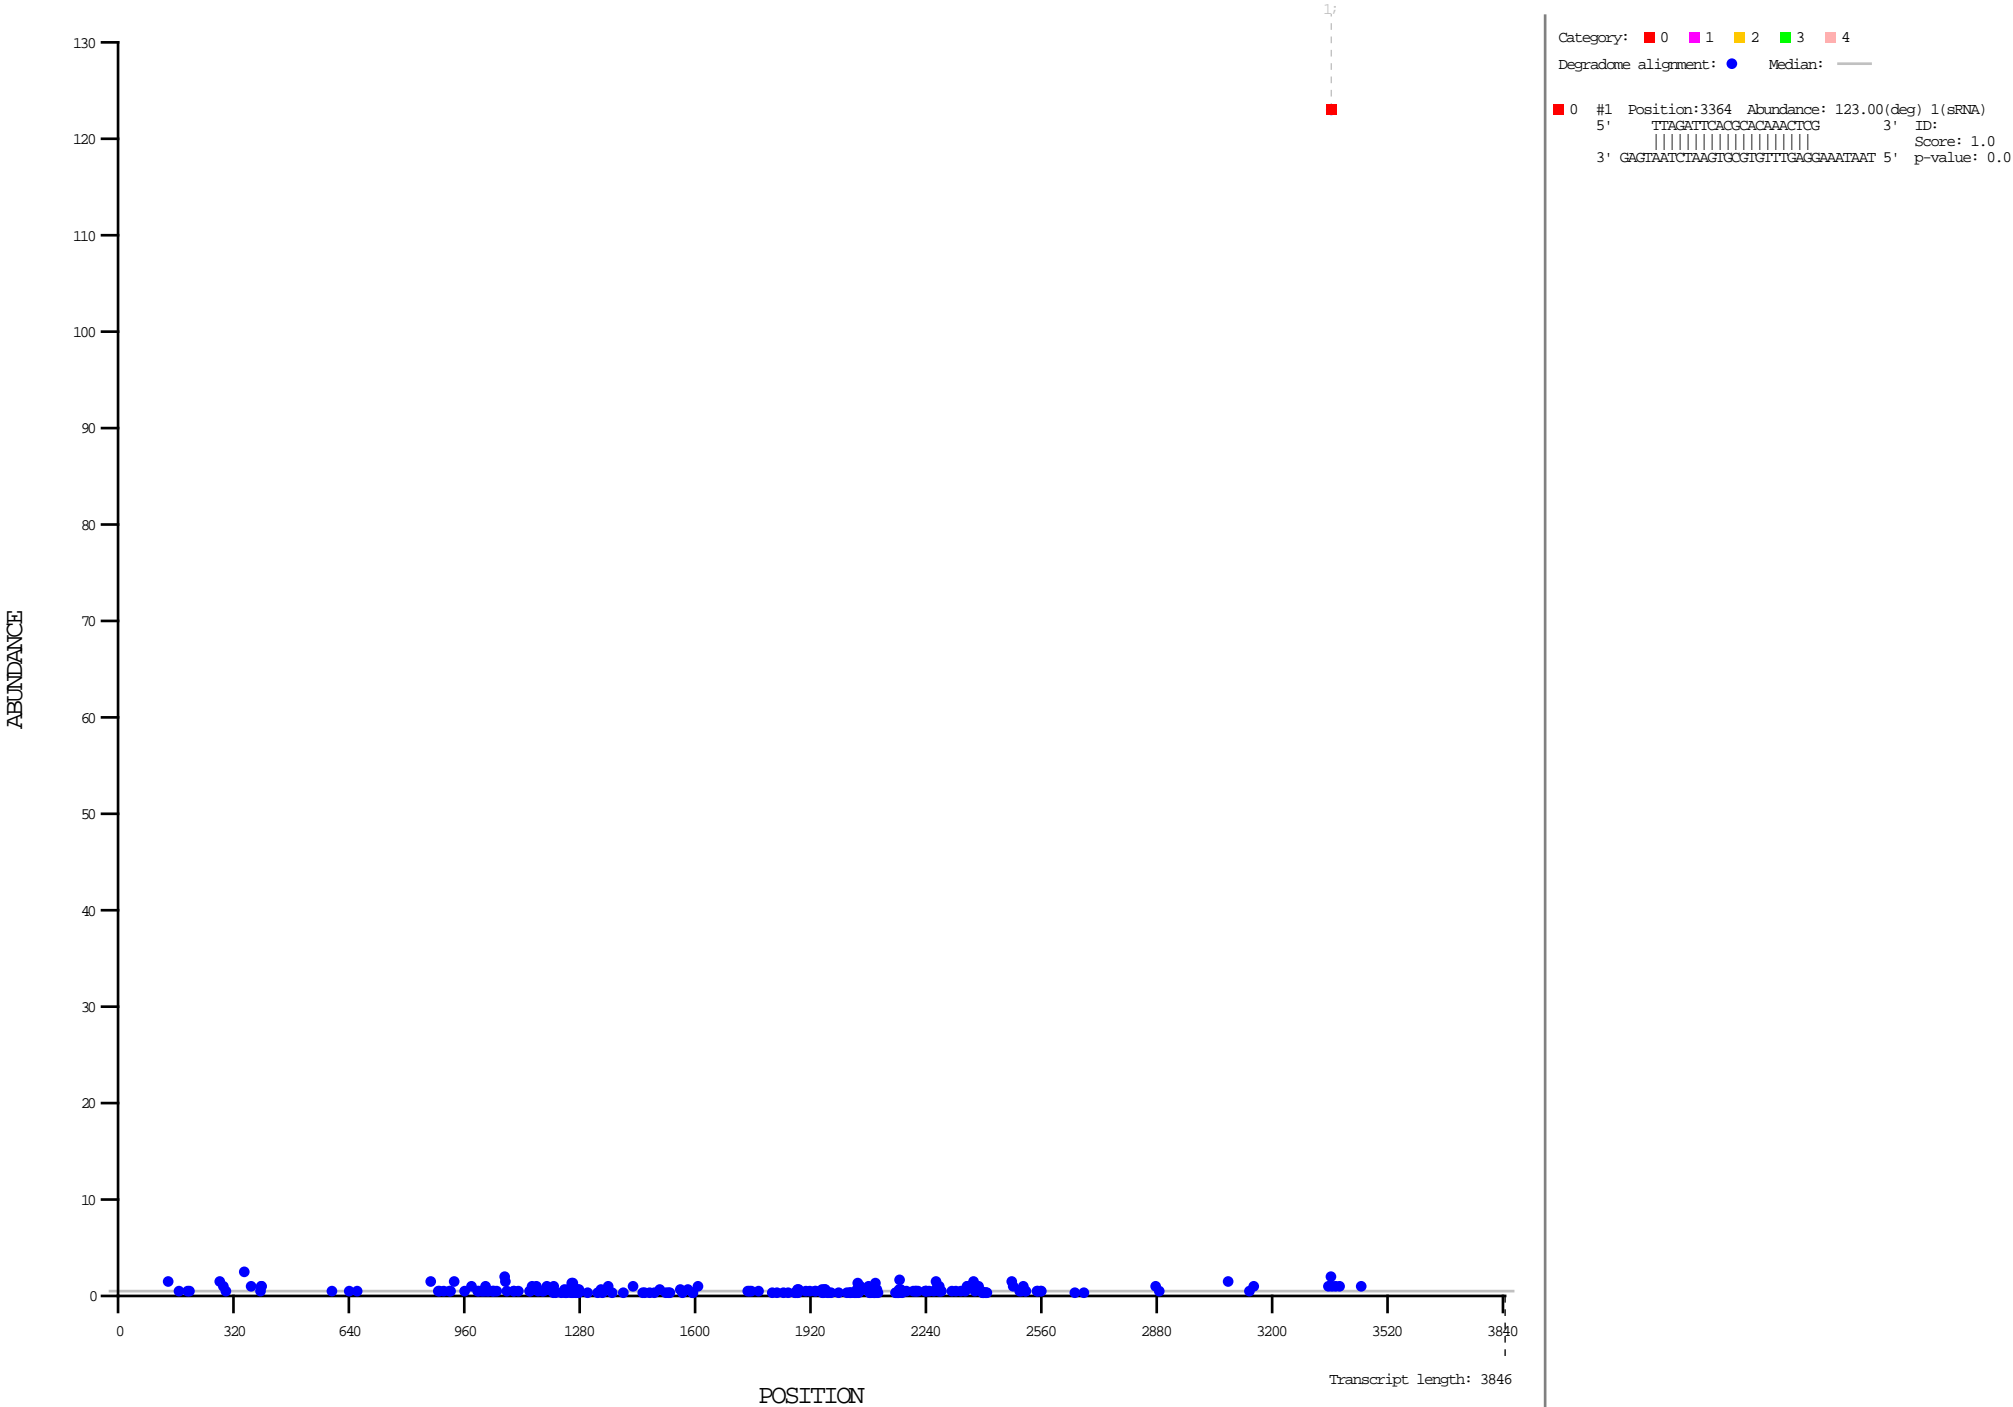

Cs7g10850.1 gene=Cs7g10850 CDS=1-1407

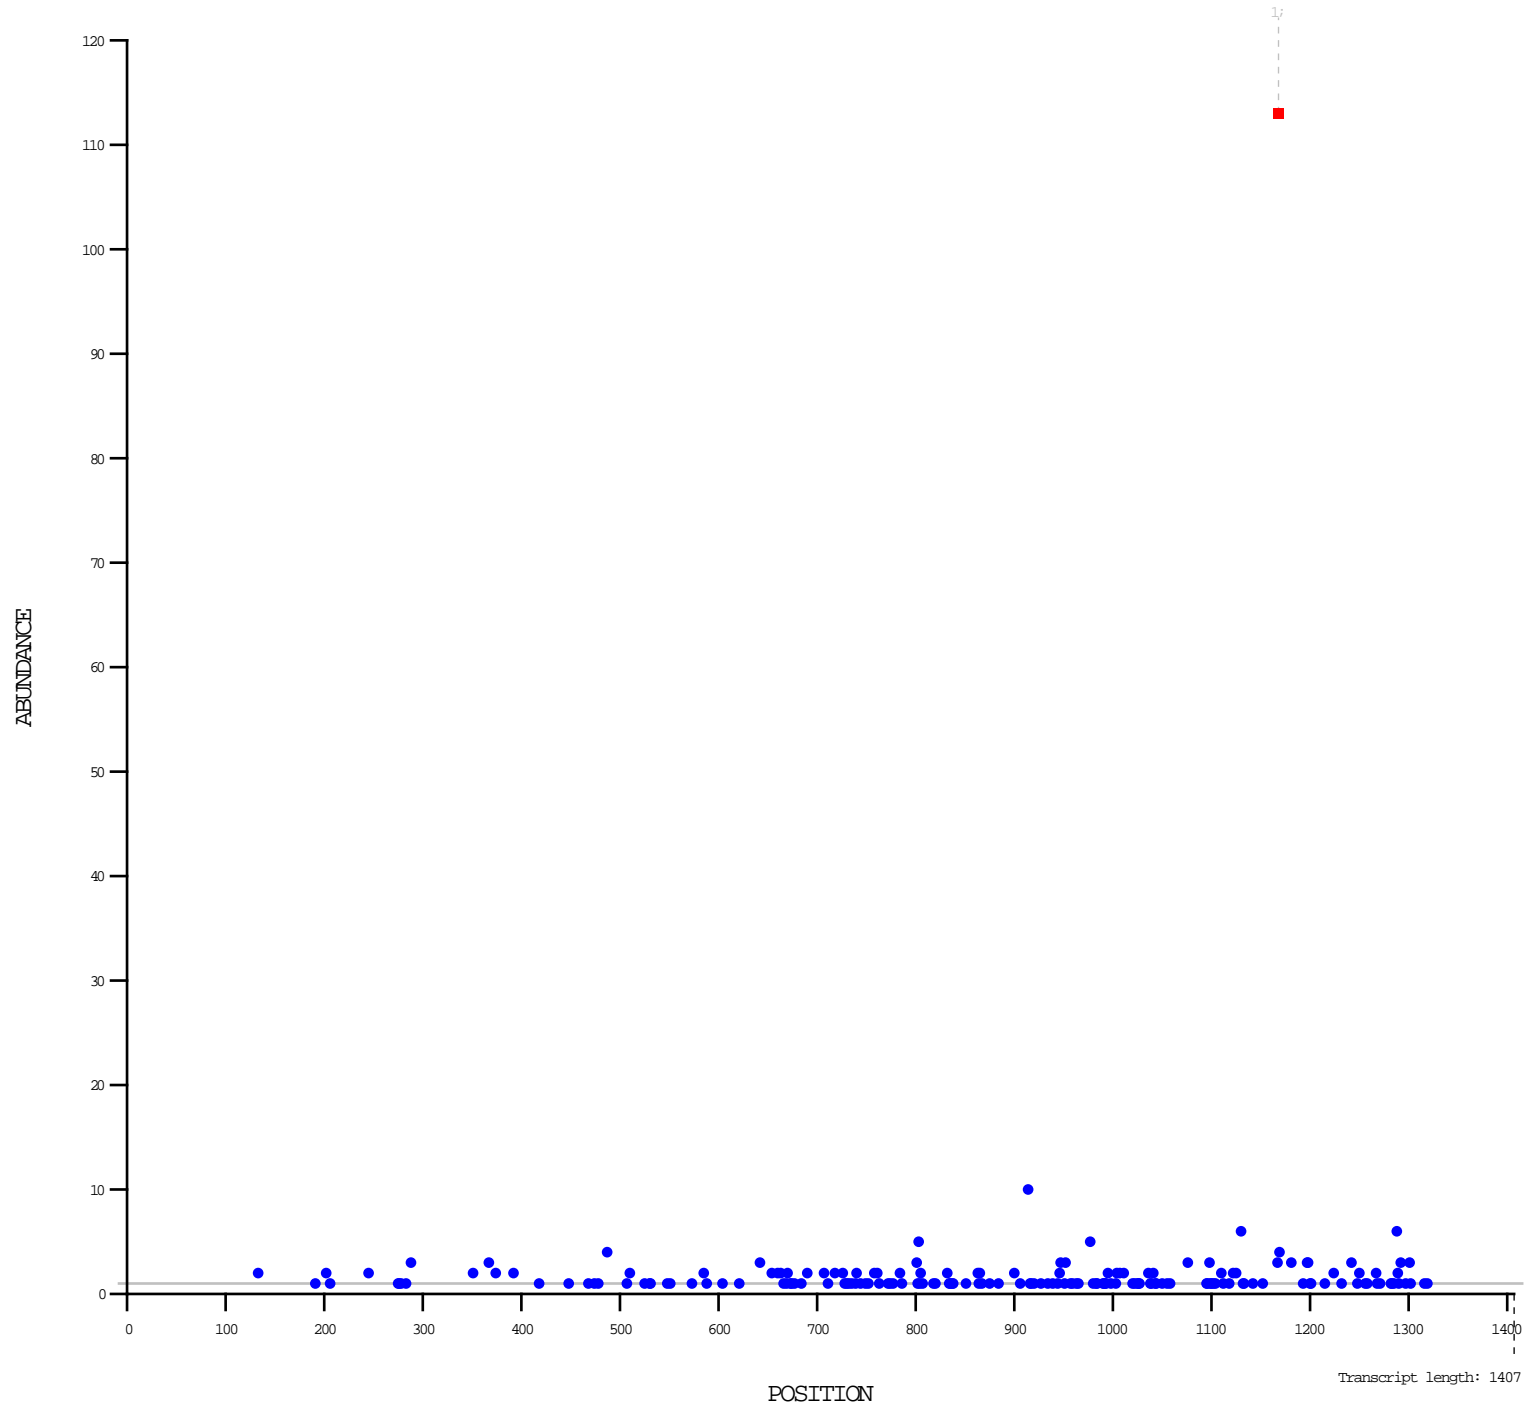

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4  
 Degradome alignment: ● Median: —

**0** #1 Position:1168 Abundance: 113.00(deg) 1(sRNA)  
5' TTGGCATTCTGTCCACCTCC 3' ID:  
3' TATAAACCGTAAAGCAAGTTGAGGAGGTGT 5' p-value: 0.0

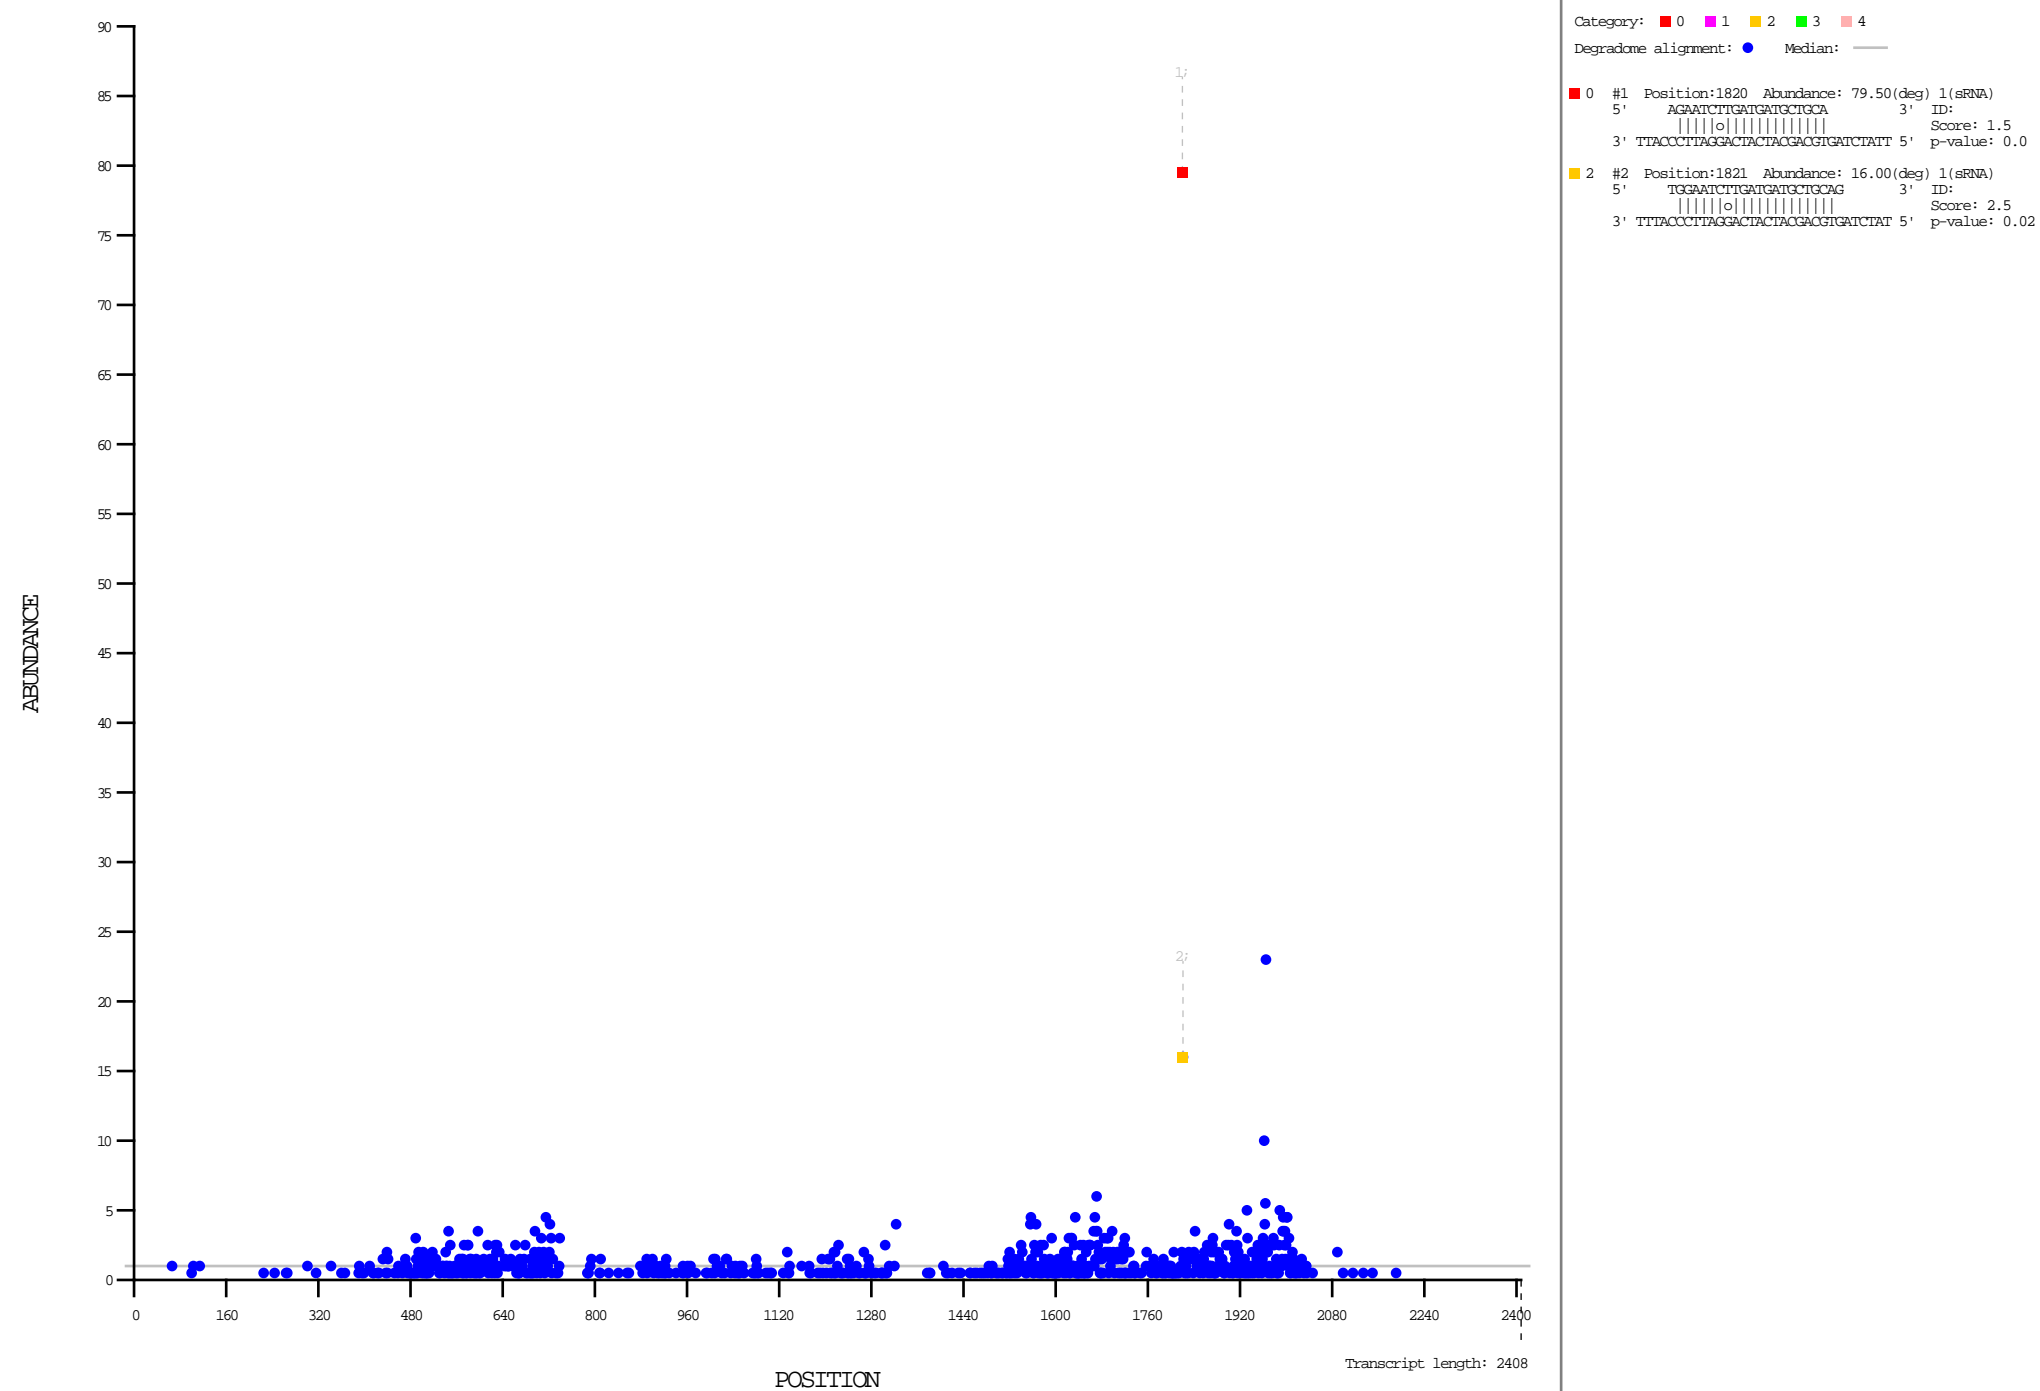

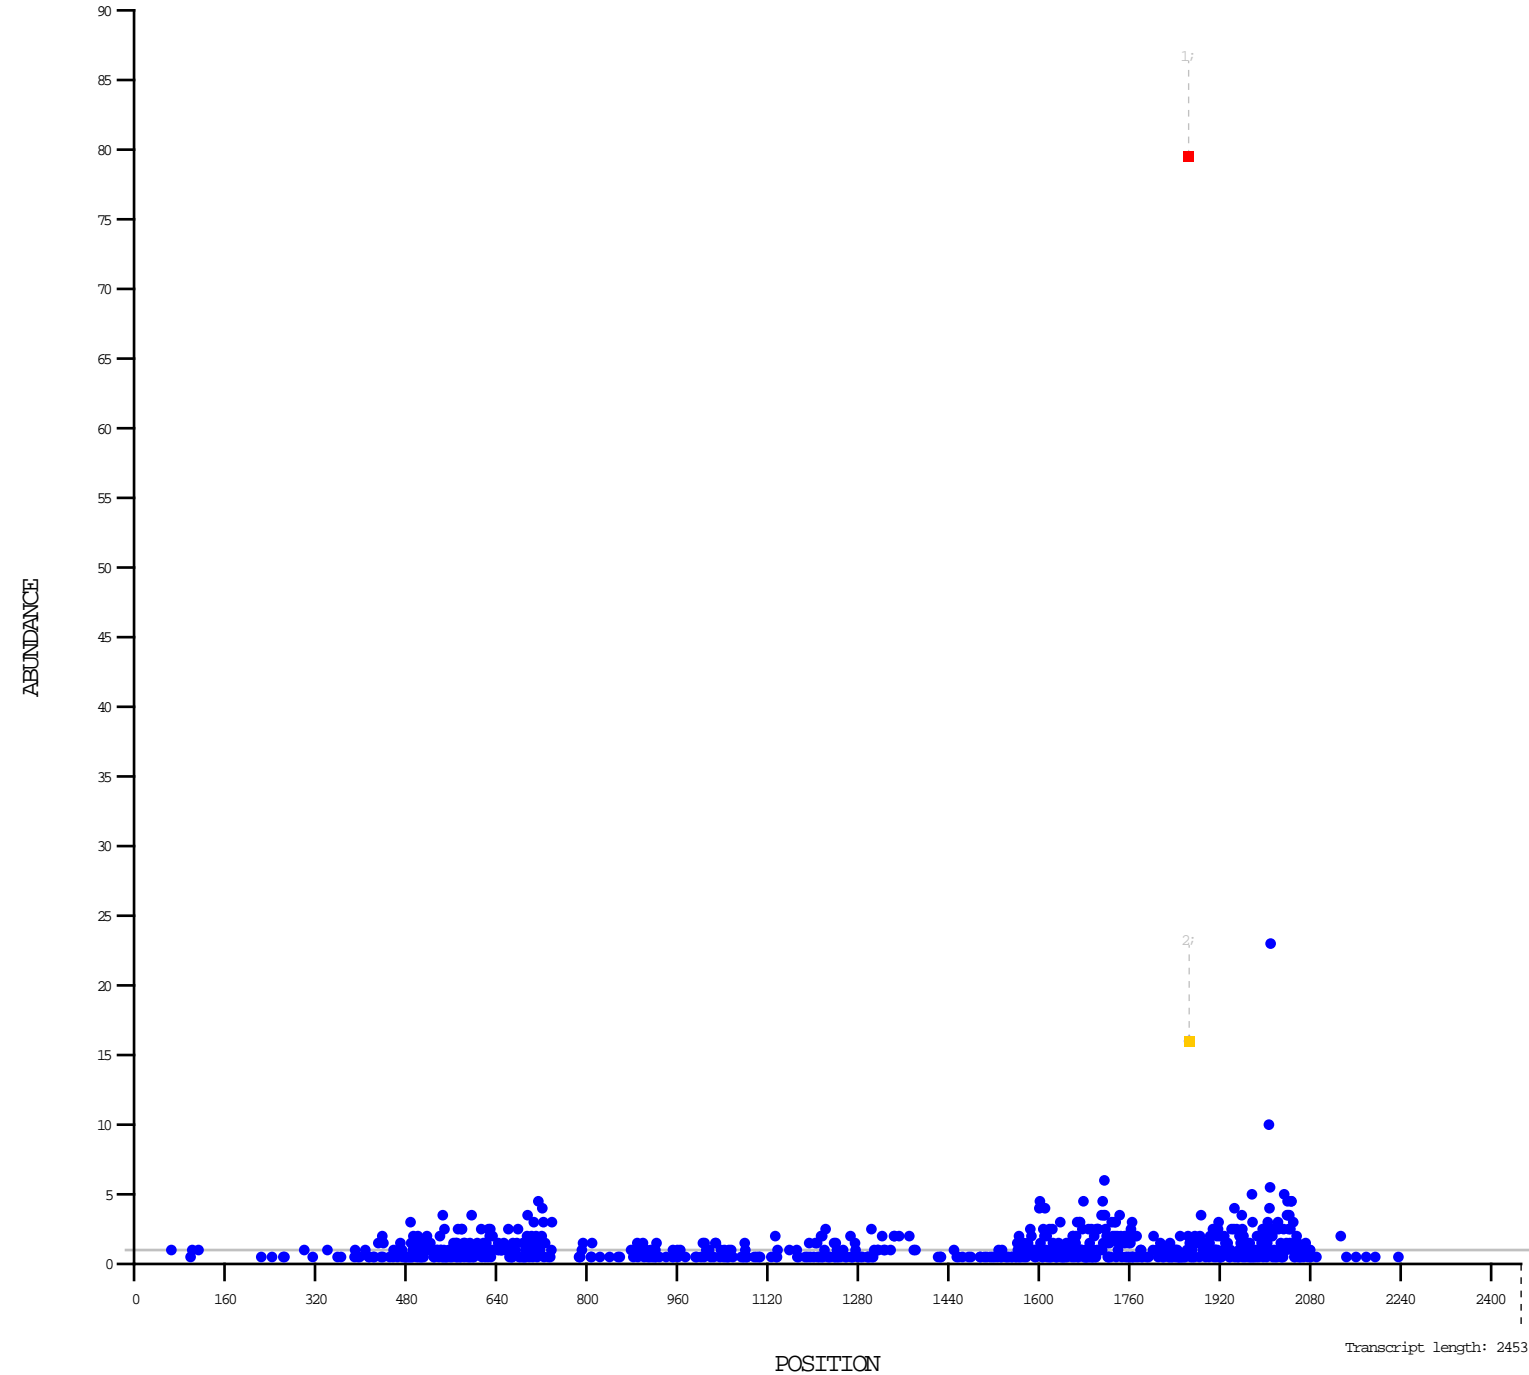

Category: 0 1 2 3 4

Degradome alignment: Median:

0 #1 Position:1865 Abundance: 79.50(deg) 1(sRNA)  
5' AGAATCTTGATGATGCTGCA 3' ID:  
3' TTACCCCTAGGACTACTACGACGATCTATT 5' p-value: 0.0

2 #2 Position:1866 Abundance: 16.00(deg) 1(sRNA)  
5' TGGATCTTGATGATGCTGCAG 3' ID:  
3' TTACCCCTAGGACTACTACGACGATCTAT 5' p-value: 0.01

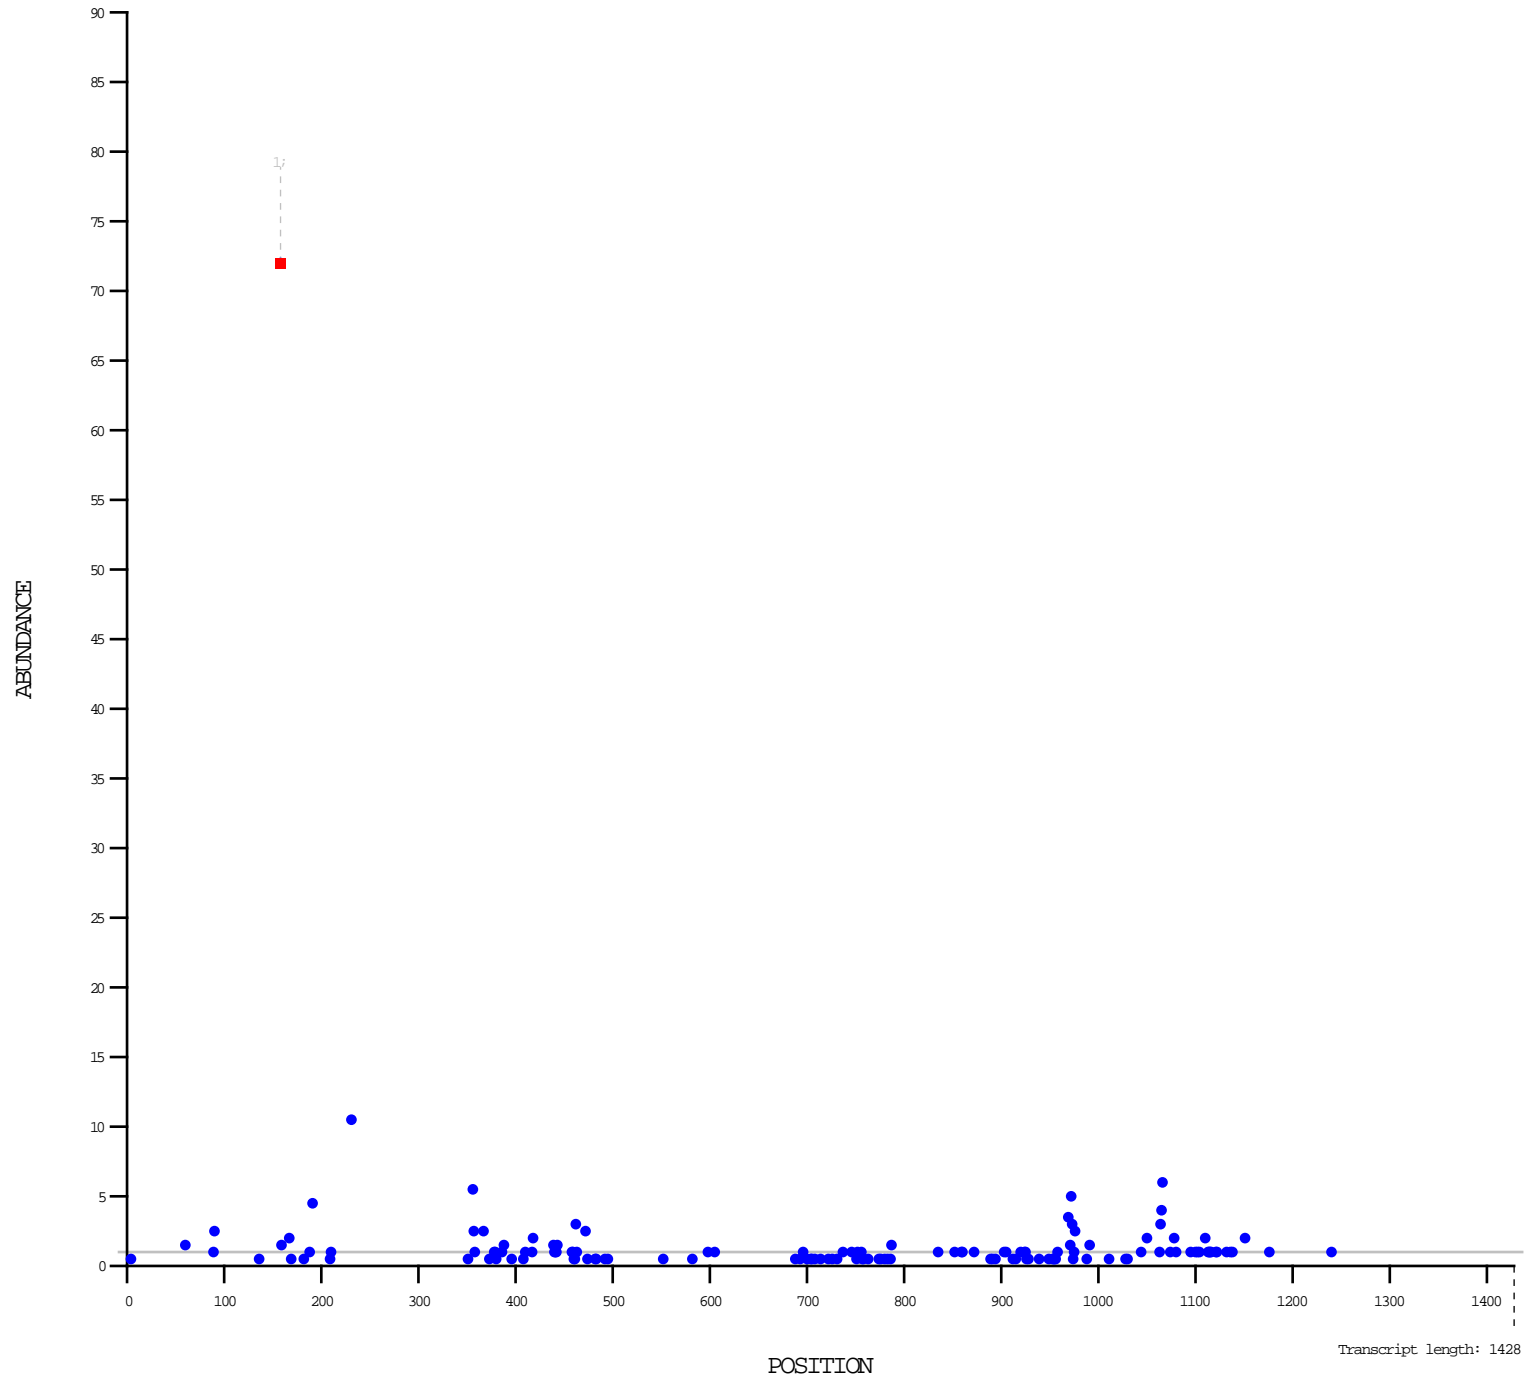

Category: 0 1 2 3 4  
Degradome alignment: ● Median: —

■ 0 #1 Position:158 Abundance: 72.00(deg) 1(sRNA)  
5' TTCCCTAGTCCCTTATTCCTA 3' ID:  
3' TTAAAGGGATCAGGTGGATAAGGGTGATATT 5' p-value: 0.0

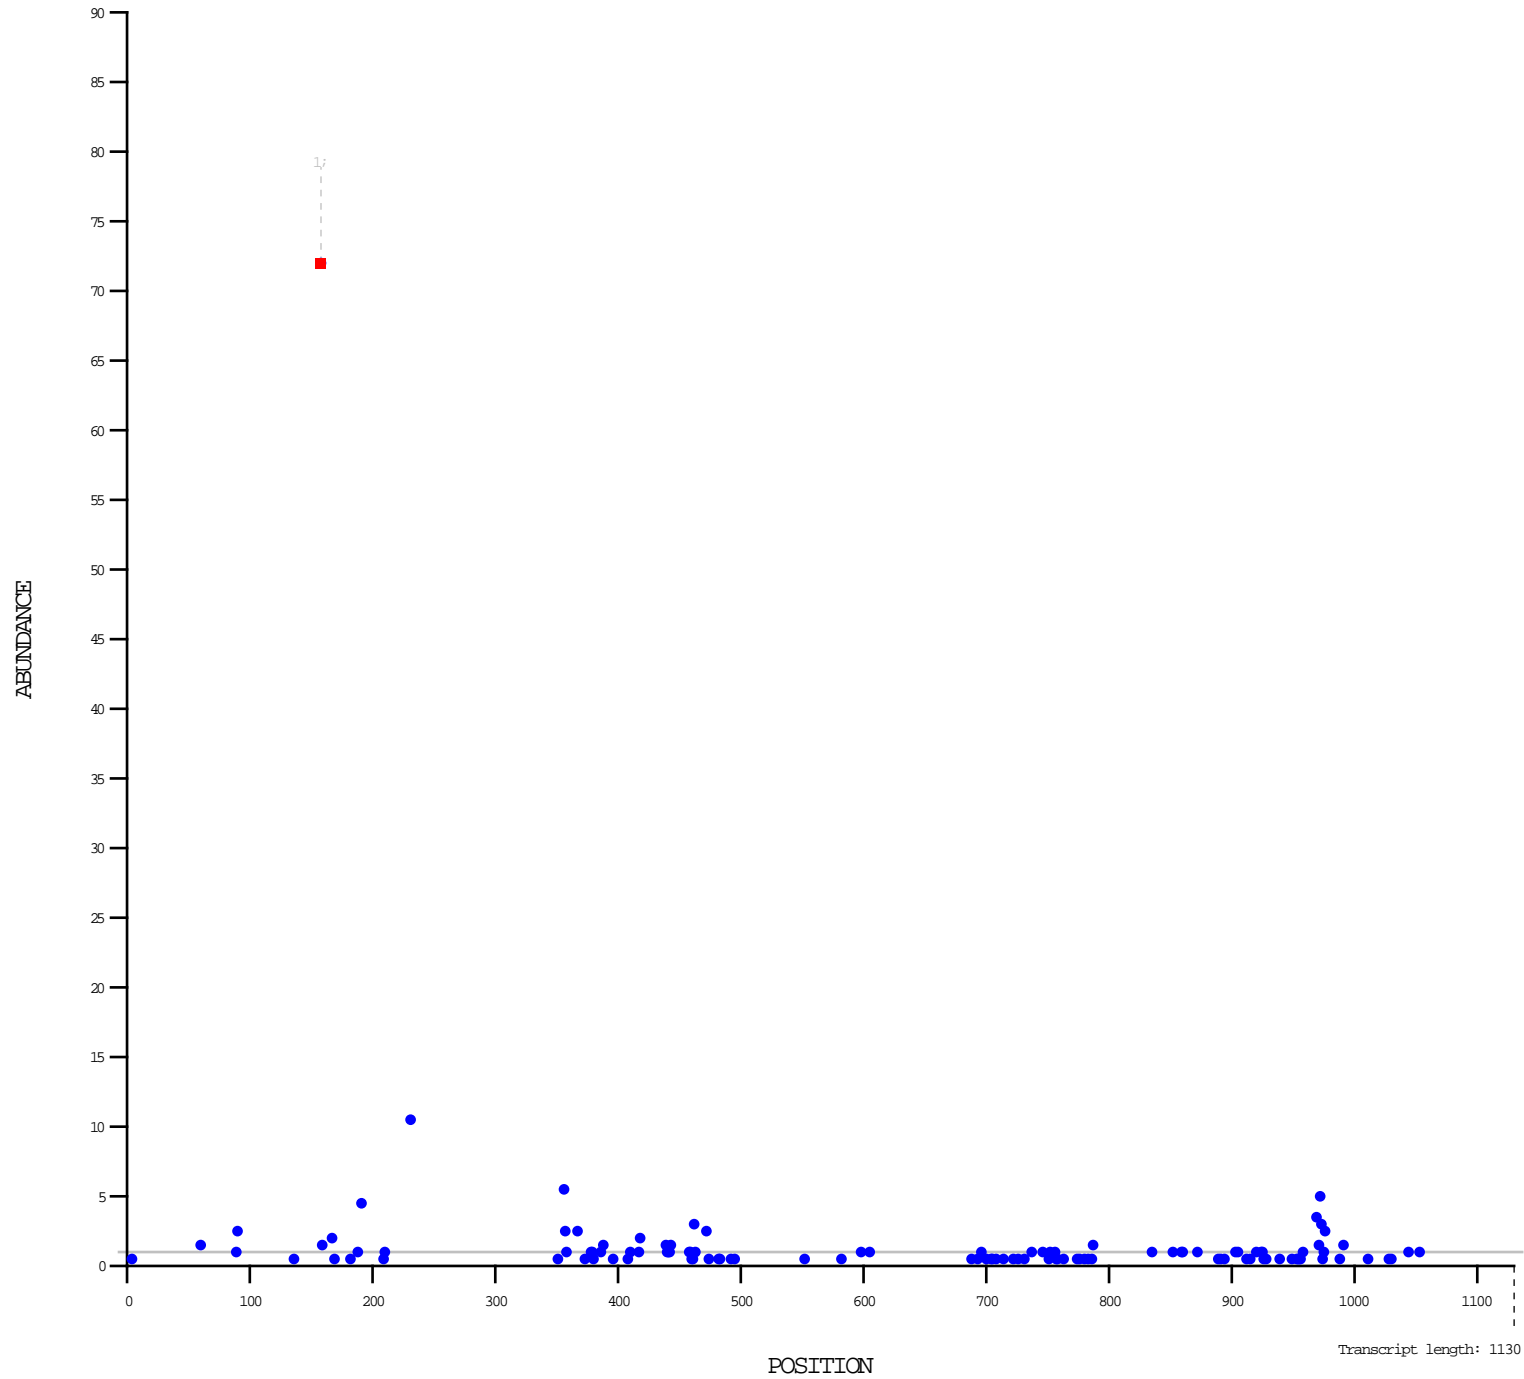

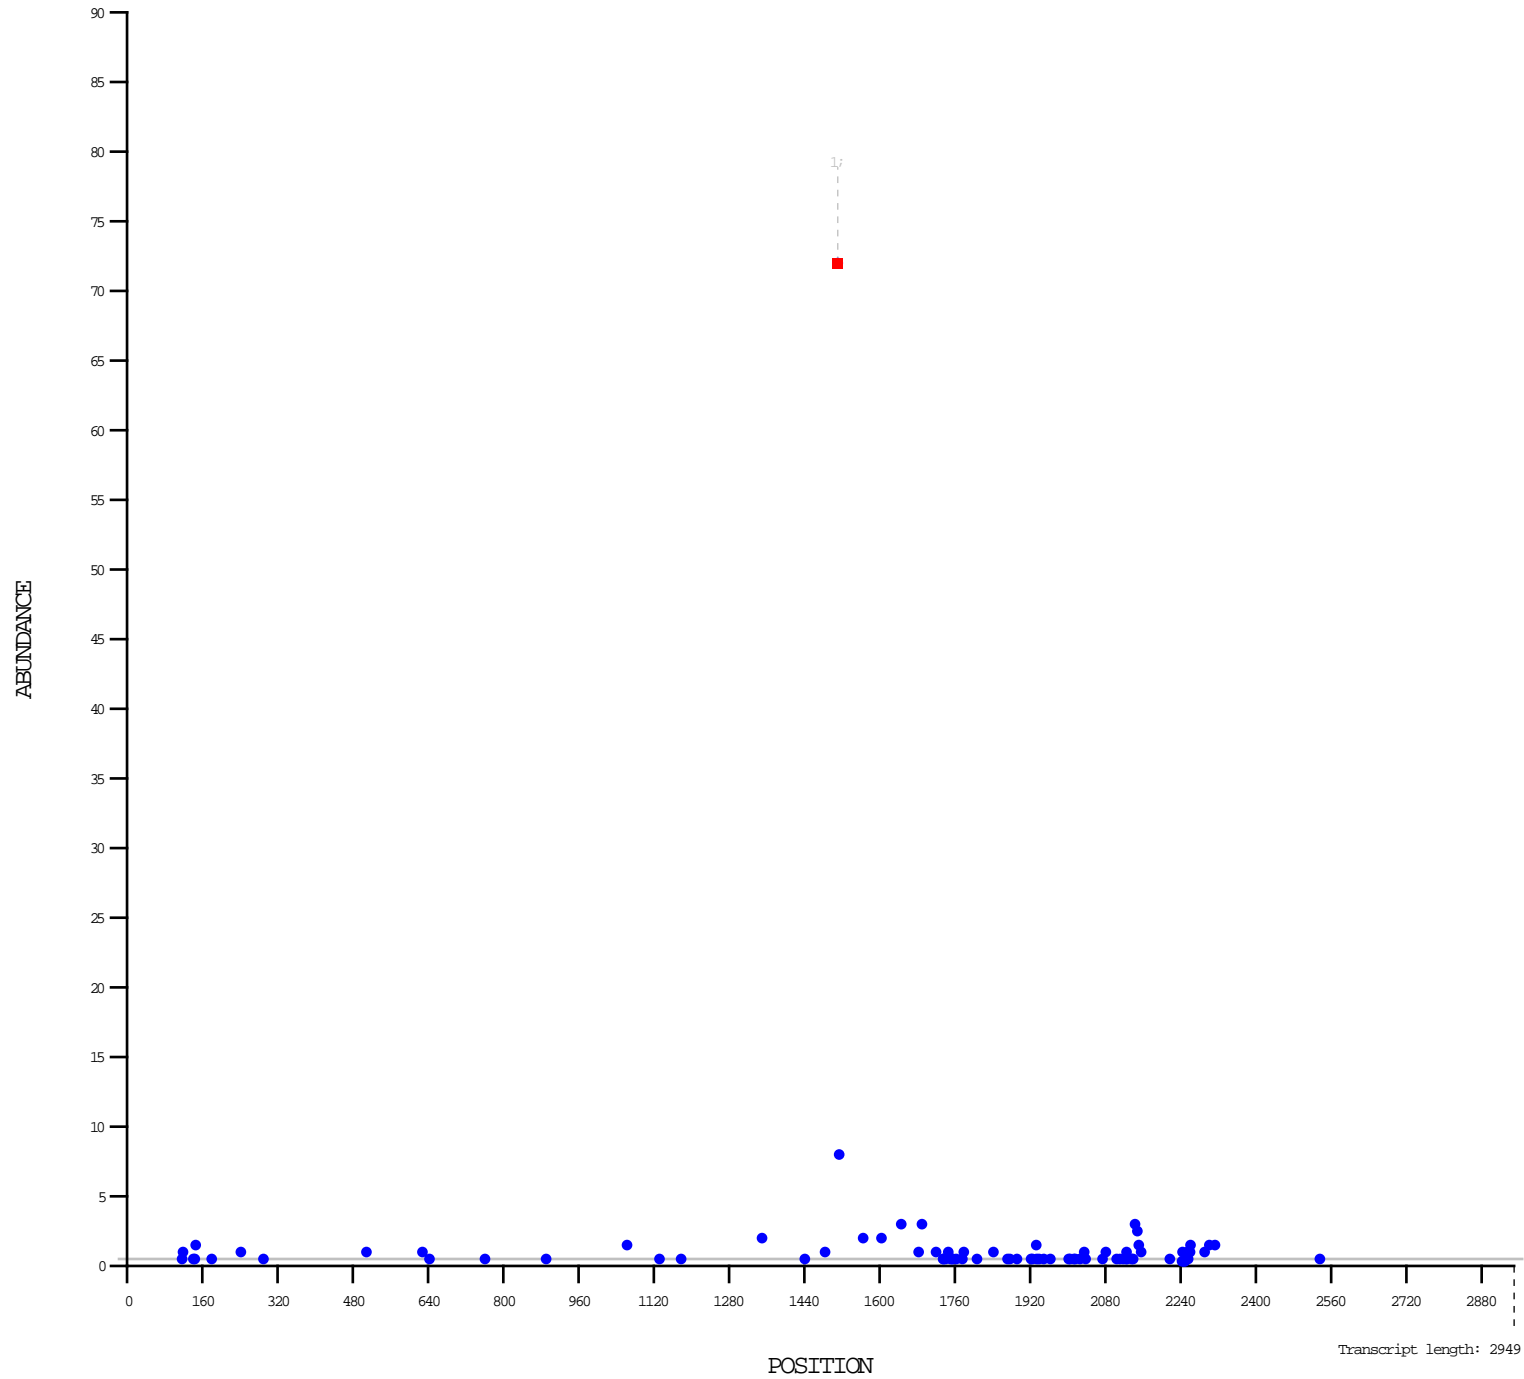

Category: 0 1 2 3 4  
 Degradome alignment: ● Median: —

■ 0 #1 Position:1511 Abundance: 72.00(deg) 1(sRNA)  
 5' TTGAGCCCGCGCCAAATATCAC 3' ID:  
 p-value: 0.0

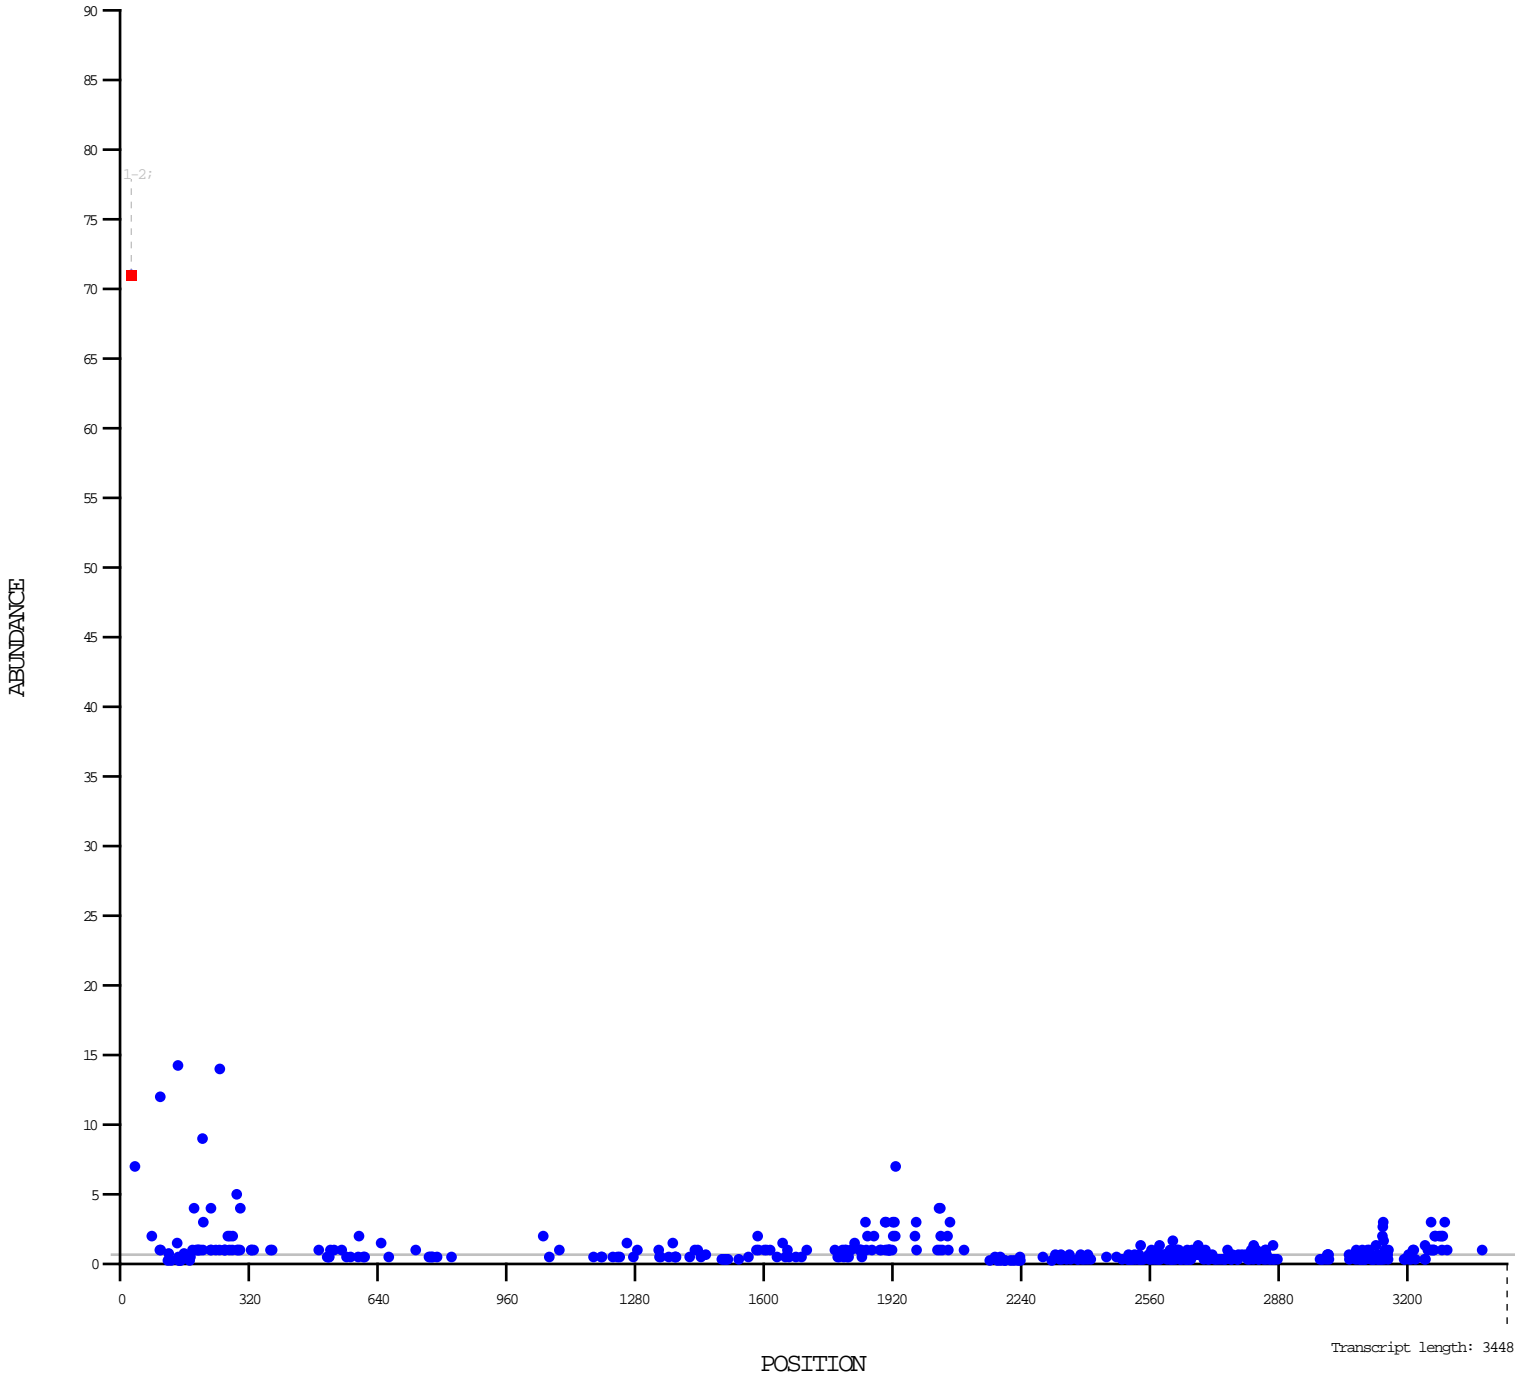

Category: 0 1 2 3 4

Degradome alignment: ● Median: —

0 #1 Position:28 Abundance: 71.00(deg) 1(sRNA)  
5' TCCTACCTATGCCACCATTC 3' ID:  
3' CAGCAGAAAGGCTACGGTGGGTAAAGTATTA 5' p-value: 0.0

0 #2 Position:28 Abundance: 71.00(deg) 1(sRNA)  
5' TCCTACCTATGCCACCATTC 3' ID:  
3' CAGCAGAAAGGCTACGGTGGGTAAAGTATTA 5' p-value: 0.0

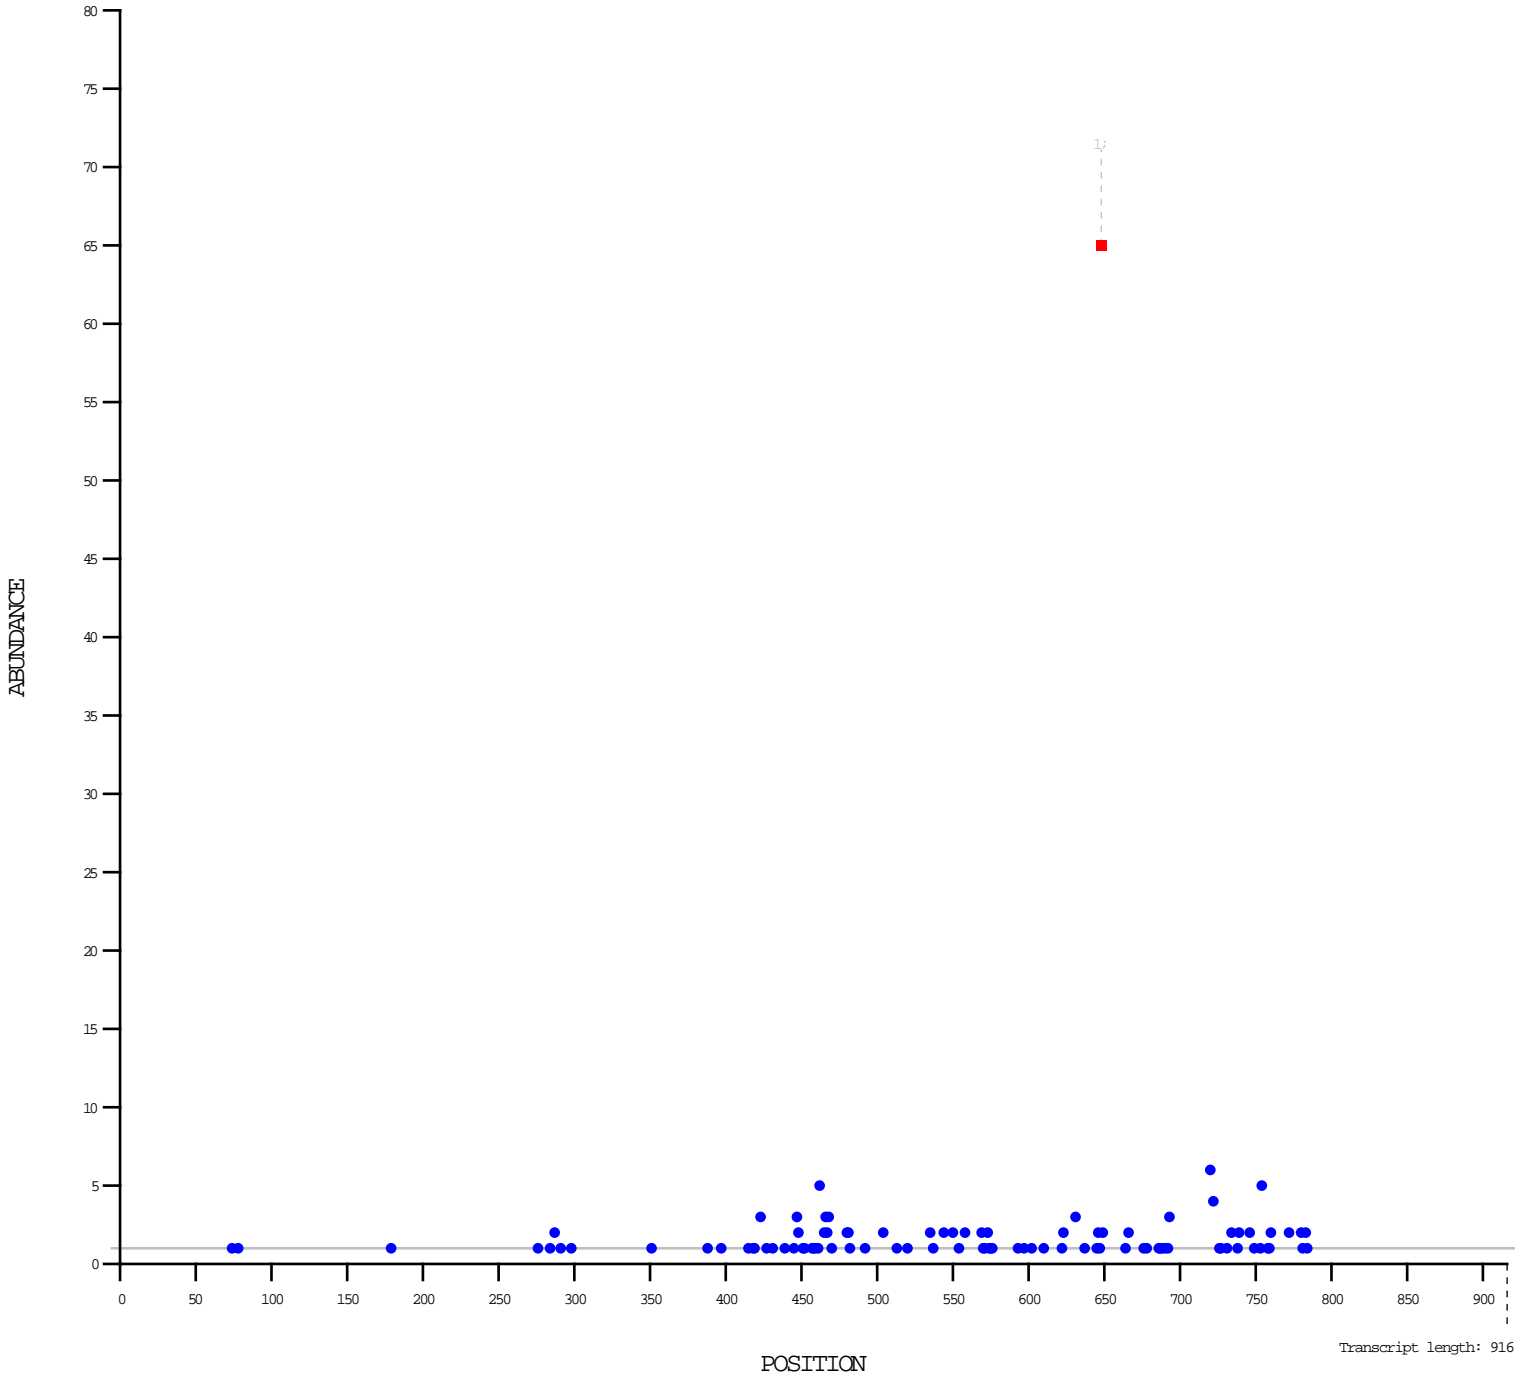

Category: 0 1 2 3 4

Degradome alignment: Median:

0 #1 Position:648 Abundance: 65.00(deg) 1(sRNA)

5' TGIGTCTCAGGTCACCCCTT 3' ID:

3' TGTACA-AAGGGTCCAGTGGGGCCACGCCT 5' p-value: 0.01

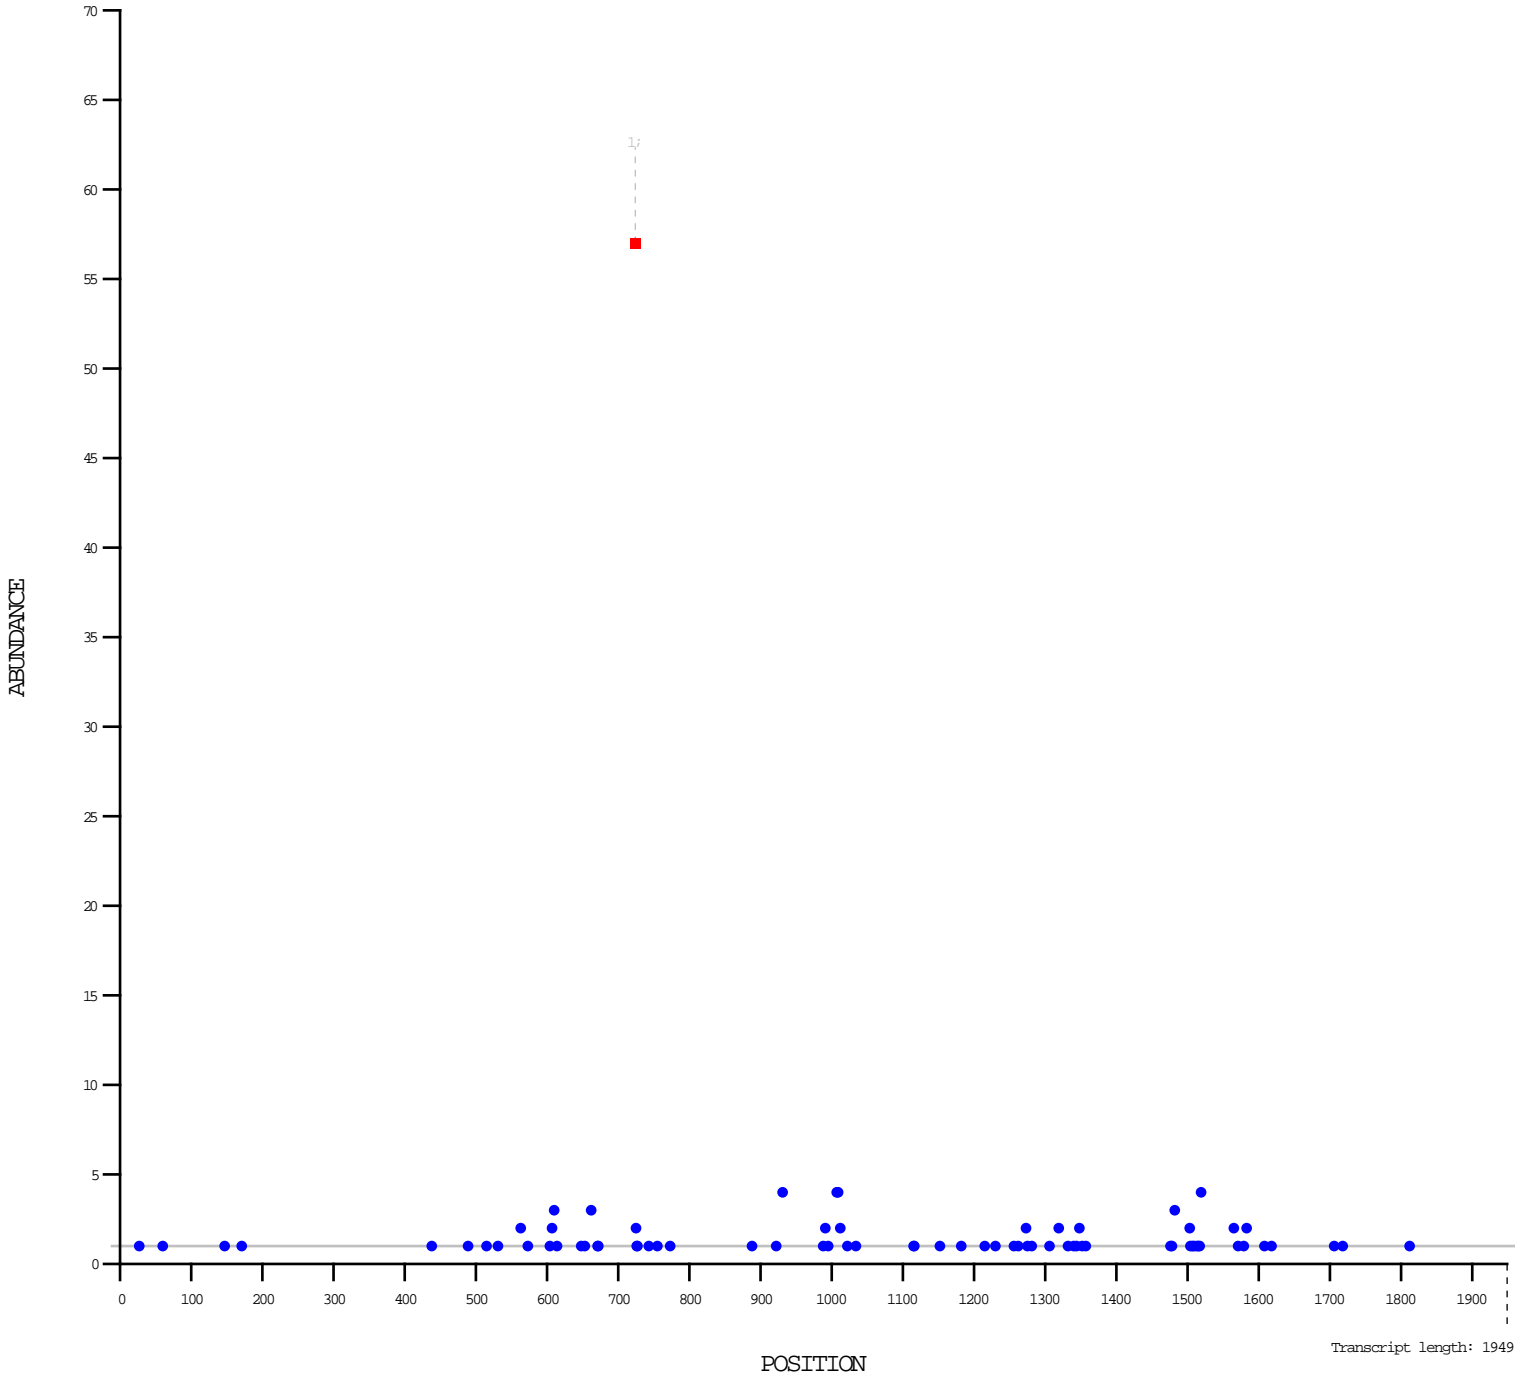

Category: 0 1 2 3 4

Degradome alignment: ● Median: —

■ 0

#1 Position:724 Abundance: 57.00(deg) 1(sRNA)

5'

TCATGTGAGTGCAGCGTGTGATG

3'

ID:

Score: 2.0

3' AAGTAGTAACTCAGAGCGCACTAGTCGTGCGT

5'

p-value: 0.0

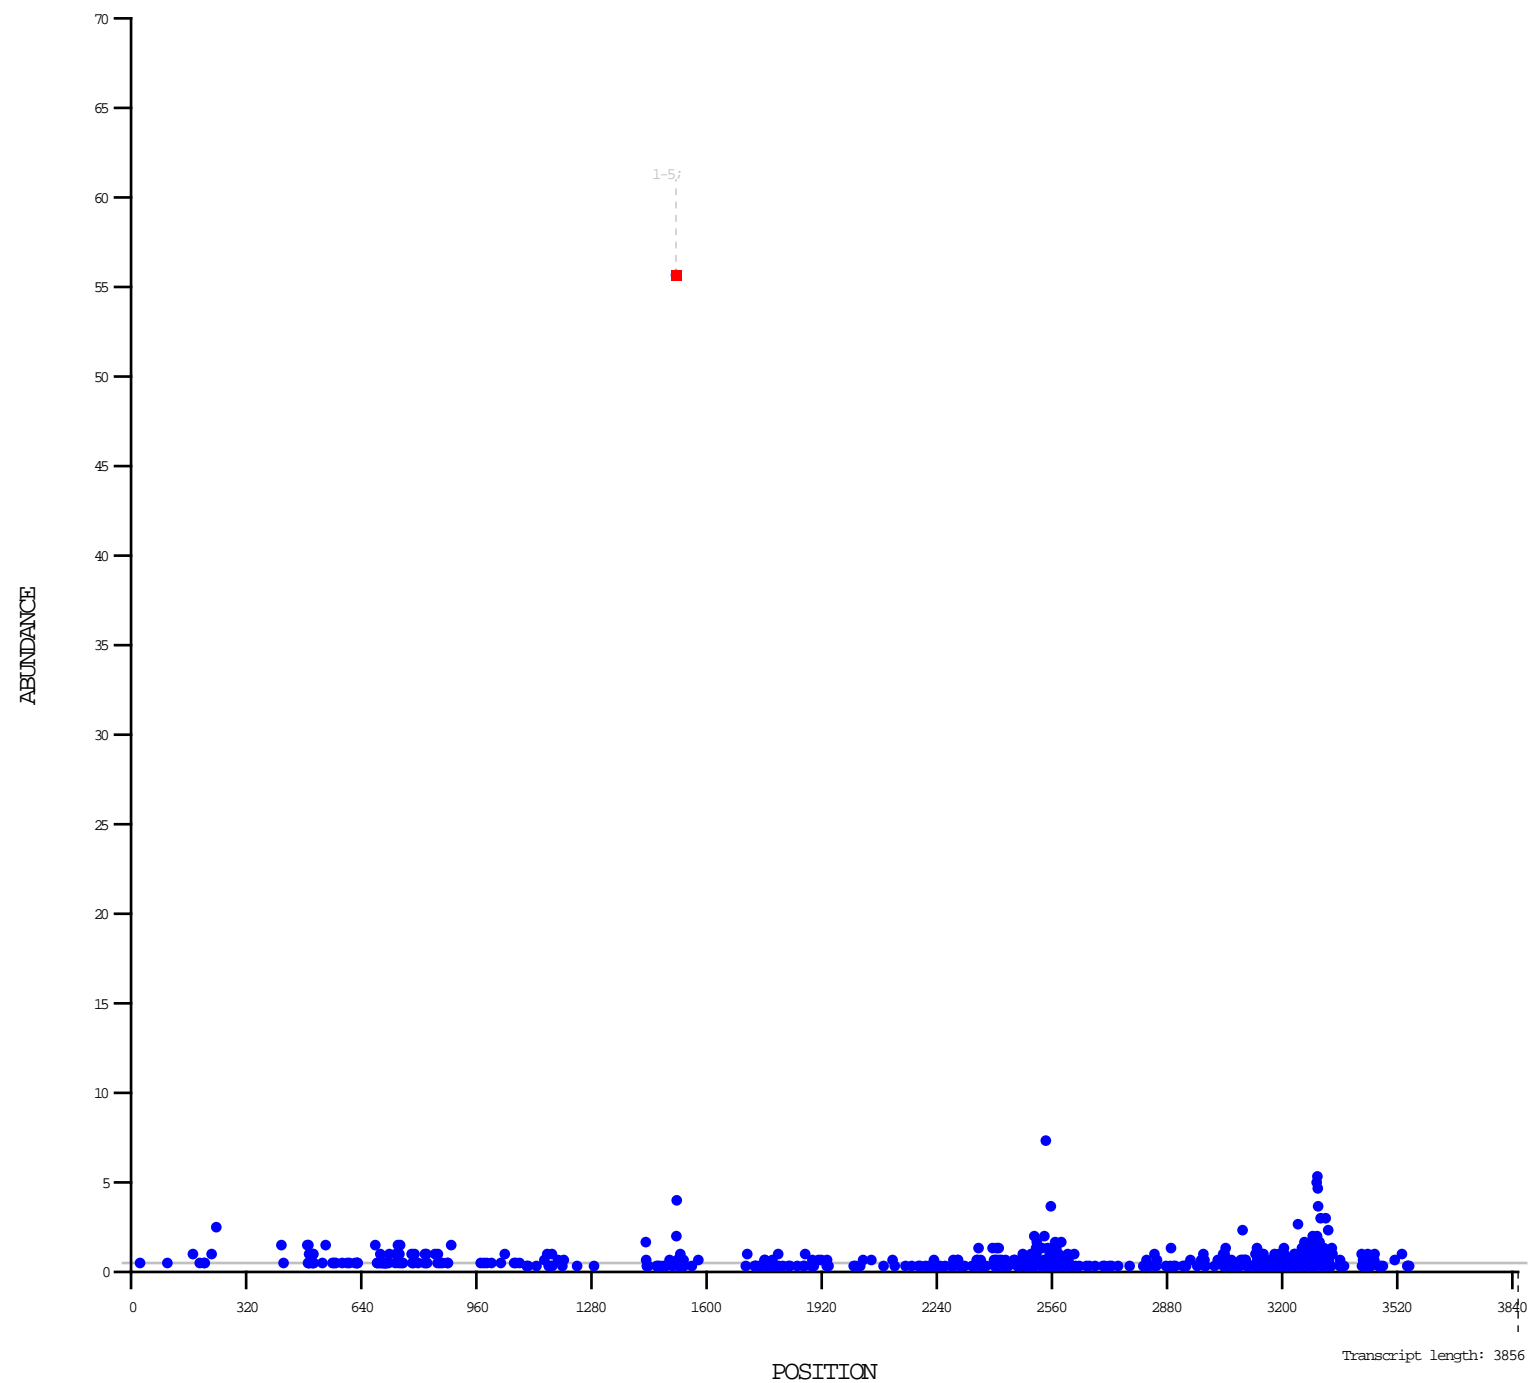

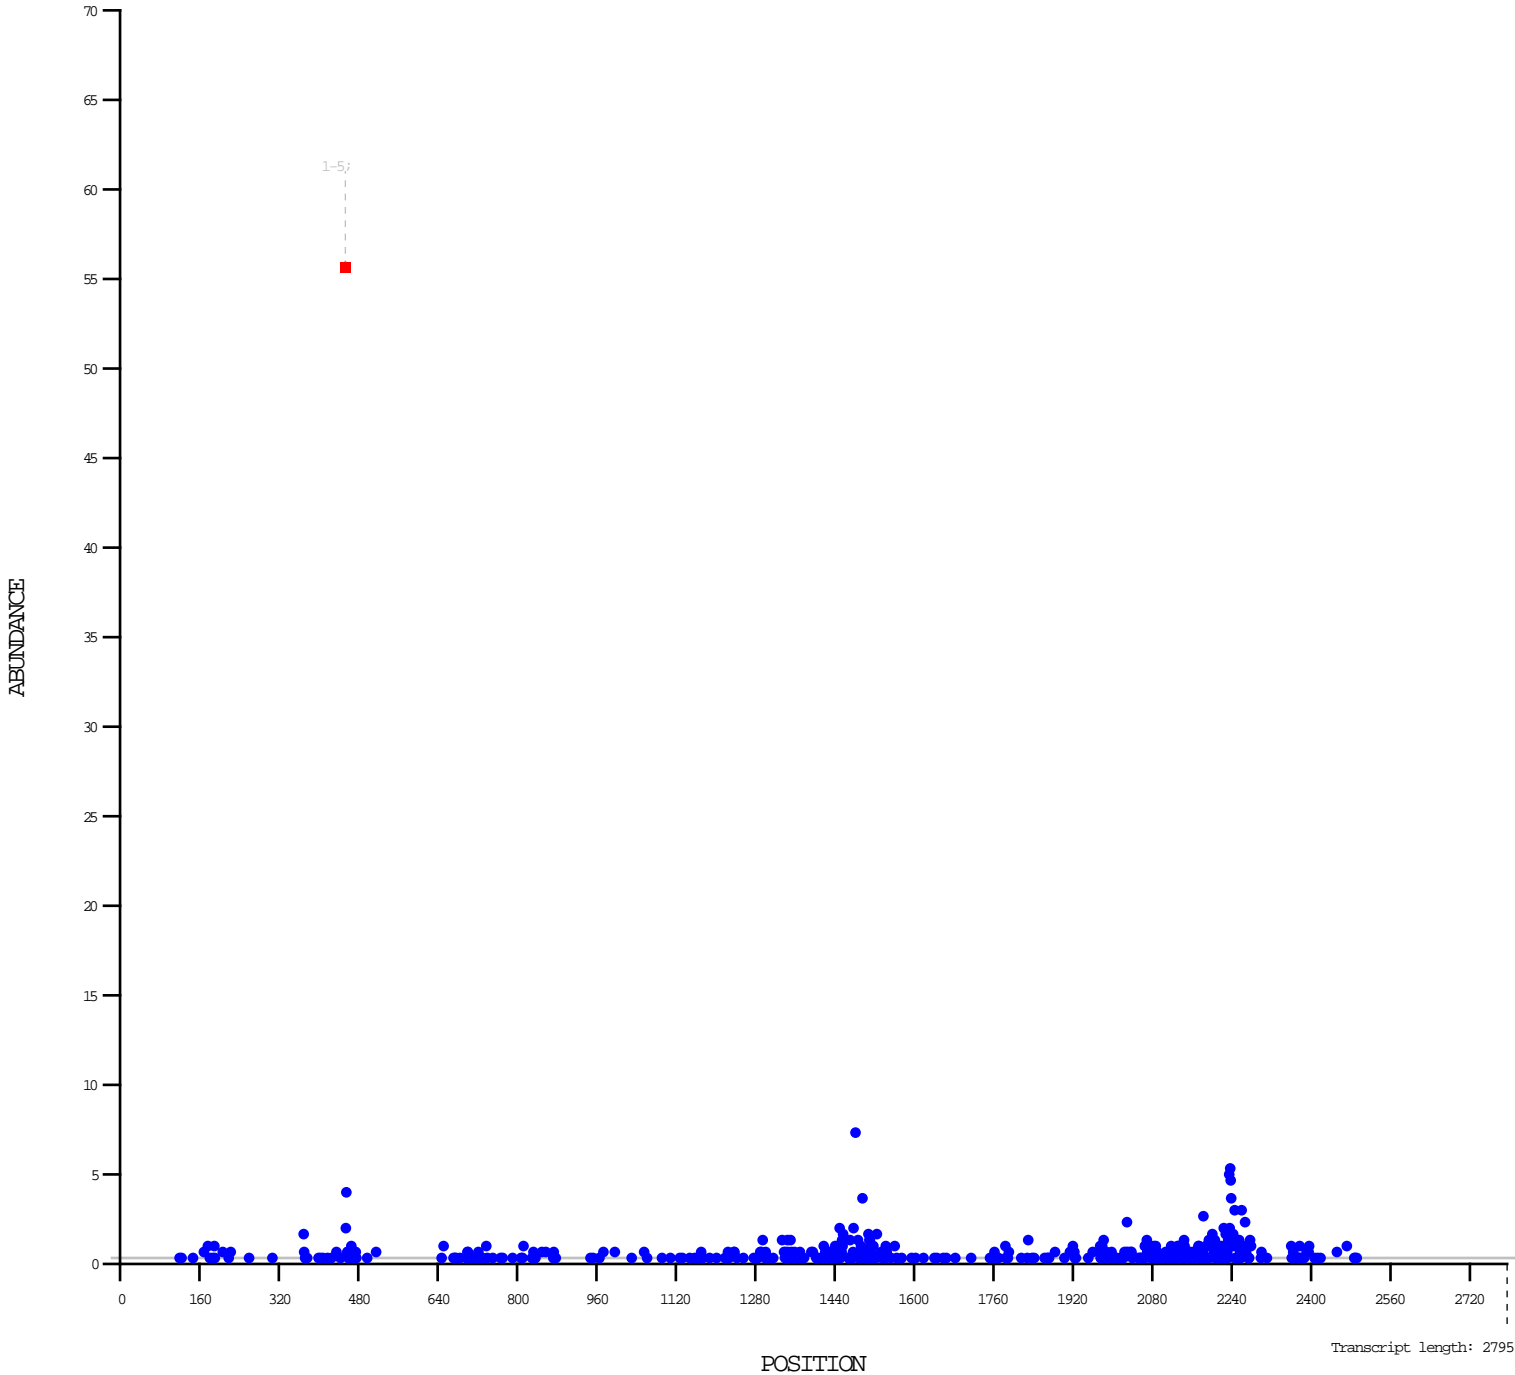

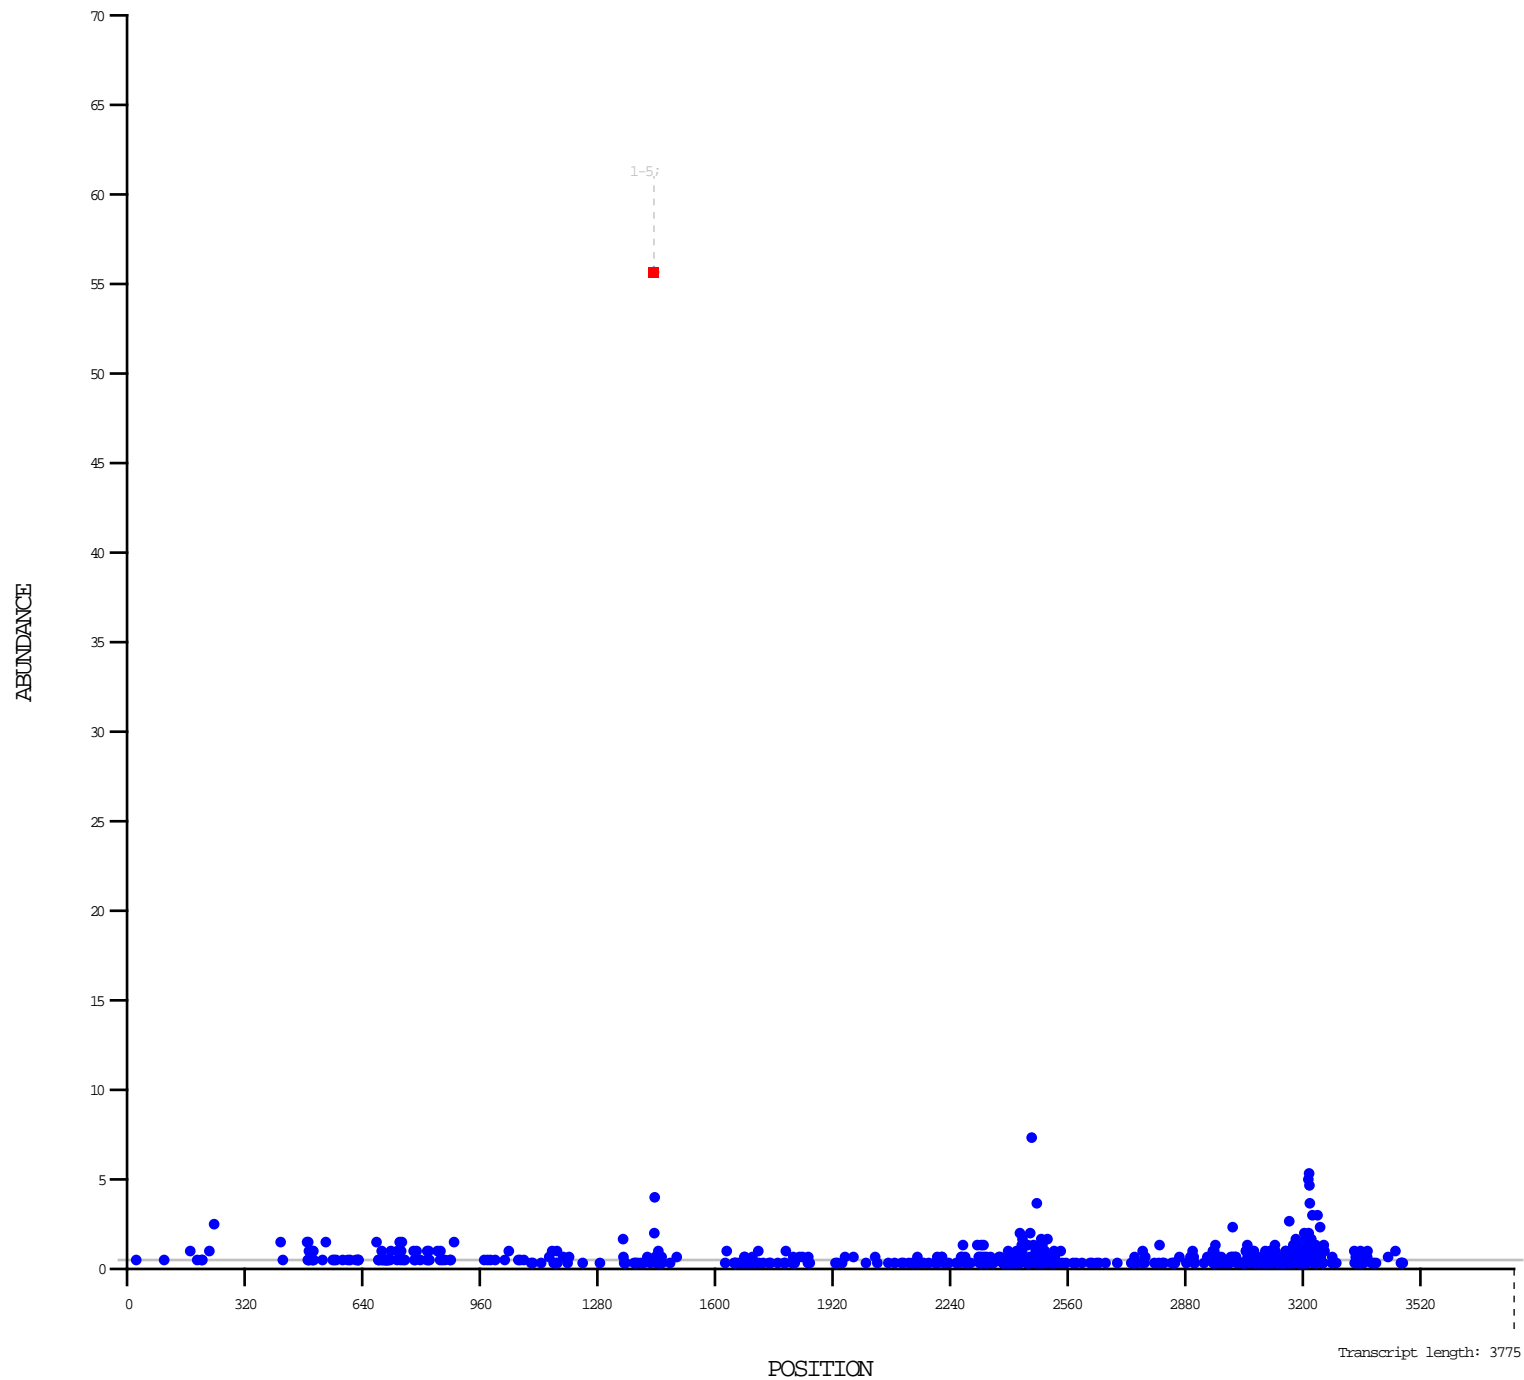

Category: 0 1 2 3 4  
Degradome alignment: Median:

#1 Position:1434 Abundance: 55.67(deg) 1(sRNA)  
5' TCGACGAGGCTTCATTCCT 3' ID:  
o||||||||||||||| ||| Score: 1.5  
3' CTTAGGCTGCTCCGAGTA-GGGTCCGTAGA 5' p-value: 0.0

#2 Position:1434 Abundance: 55.67(deg) 1(sRNA)  
5' TCGACGAGGCTTCATTCCT 3' ID:  
o||||||||||||||| ||| Score: 2.5  
3' CTTAGGCTGCTCCGAGTA-GGGTCCGTAGA 5' p-value: 0.0

#3 Position:1434 Abundance: 55.67(deg) 1(sRNA)  
5' TCGACGAGGCTTCATTCCT 3' ID:  
o||||||||||||||| ||| Score: 2.5  
3' CTTAGGCTGCTCCGAGTA-GGGTCCGTAGA 5' p-value: 0.0

#4 Position:1434 Abundance: 55.67(deg) 1(sRNA)  
5' TCGACGAGGCTTCATTCCT 3' ID:  
o||||||||||||||| o||| Score: 3.0  
3' CTTAGGCTGCTCCGAGTAGGGTCCGTAGAC 5' p-value: 0.0

#5 Position:1434 Abundance: 55.67(deg) 1(sRNA)  
5' TCGACGAGGCTTCATTCCT 3' ID:  
o||||||||||||||| ||| Score: 3.5  
3' CTTAGGCTGCTCCGAGTA-GGGTCCGTAGA 5' p-value: 0.0

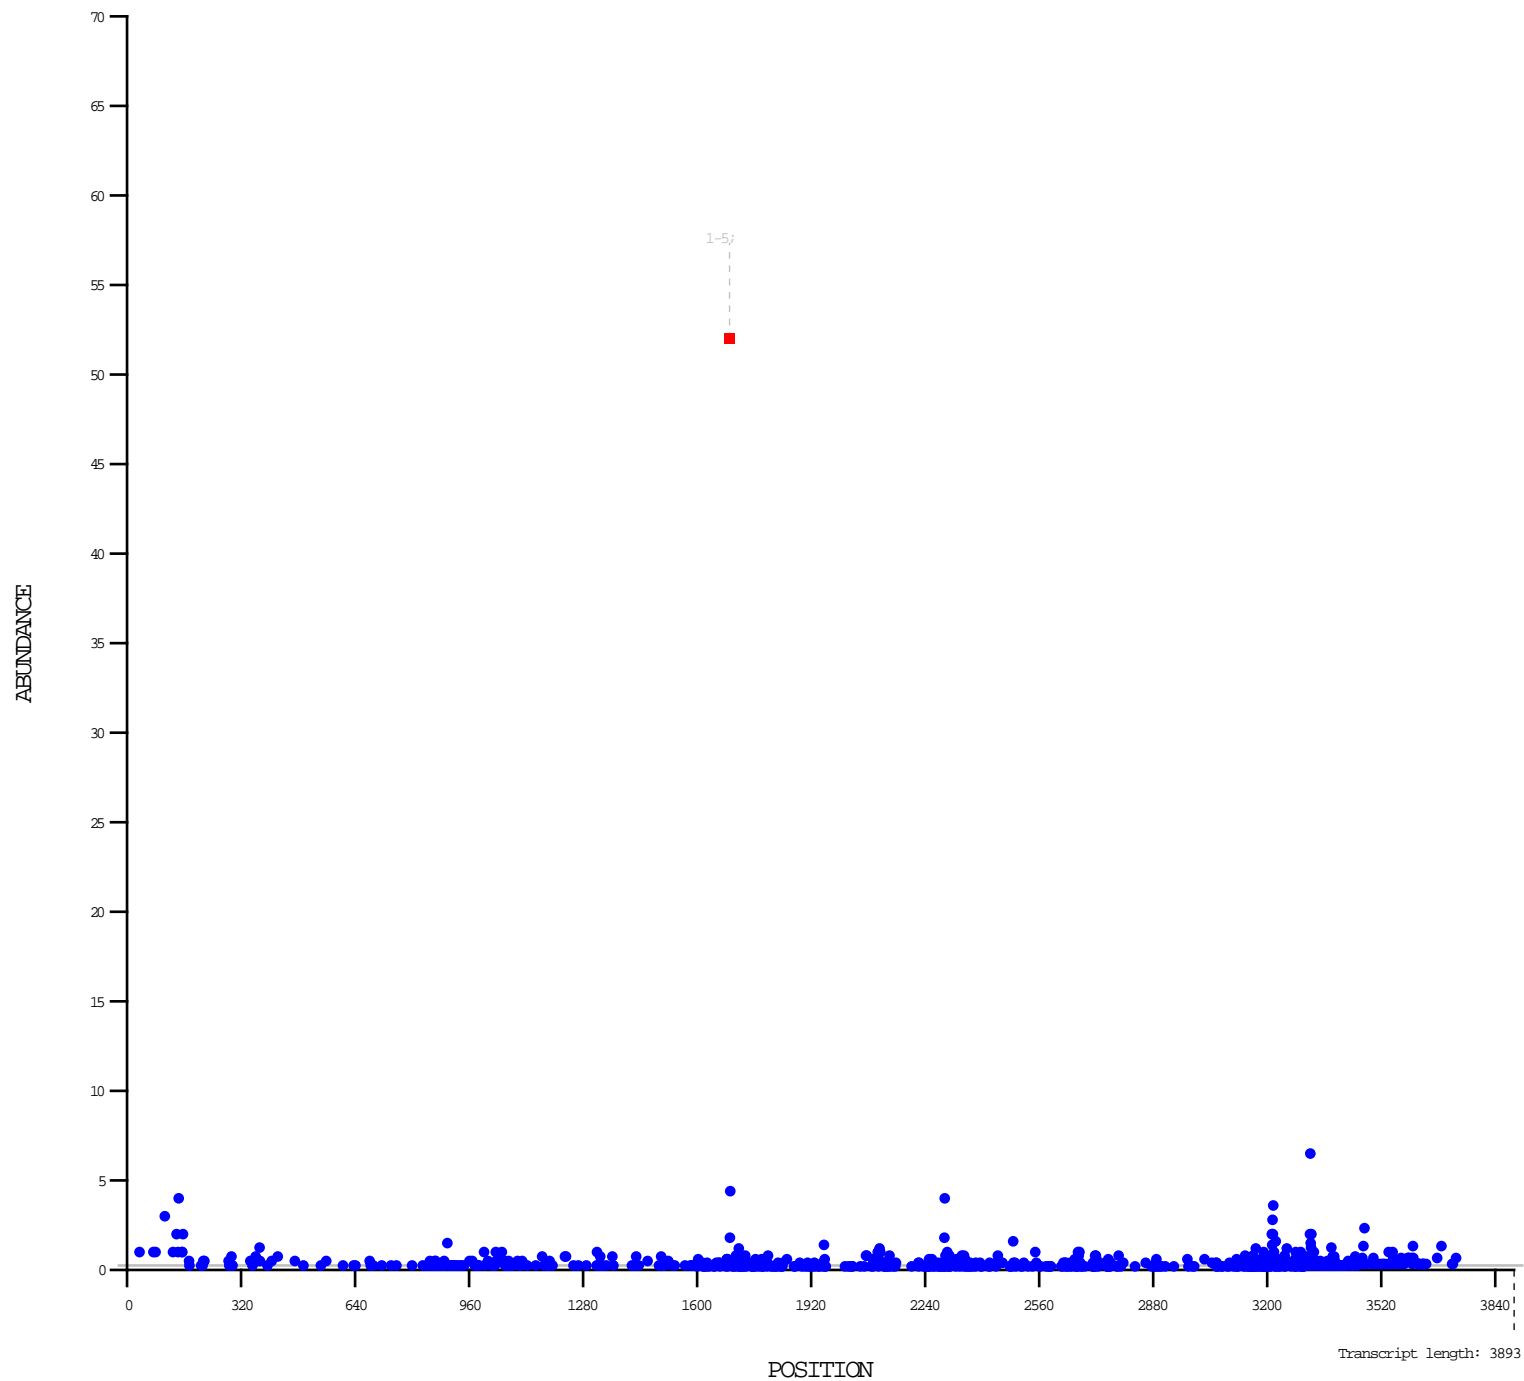

Category: 0 1 2 3 4

Degradome alignment: Median: —

■ 0 #1 Position:1691 Abundance: 52.00(deg) 1(sRNA)  
5' TCGGACGAGGCTTCATTCOC 3' ID:  
o||||||||||||||||| Score: 1.5  
3' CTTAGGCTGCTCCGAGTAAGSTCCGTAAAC 5' p-value: 0.0

■ 0 #2 Position:1691 Abundance: 52.00(deg) 1(sRNA)  
5' TCGGACGAGGCTTCATTCOC 3' ID:  
o||||||||||||||||| Score: 2.5  
3' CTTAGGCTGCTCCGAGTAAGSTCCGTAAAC 5' p-value: 0.01

■ 0 #3 Position:1691 Abundance: 52.00(deg) 1(sRNA)  
5' TCGGACGAGGCTTCATTCOC 3' ID:  
o||||||||||||||||| Score: 2.5  
3' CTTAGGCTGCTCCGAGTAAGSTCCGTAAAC 5' p-value: 0.0

■ 0 #4 Position:1691 Abundance: 52.00(deg) 1(sRNA)  
5' TCGGACGAGGCTTCATTCOC 3' ID:  
o||||||||||||||||| Score: 2.5  
3' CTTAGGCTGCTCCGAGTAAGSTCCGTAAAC 5' p-value: 0.0

■ 0 #5 Position:1691 Abundance: 52.00(deg) 1(sRNA)  
5' TCGGACGAGGCTTCATTCOC 3' ID:  
o||||||||||||||||| Score: 3.5  
3' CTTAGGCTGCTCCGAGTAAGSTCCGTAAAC 5' p-value: 0.0

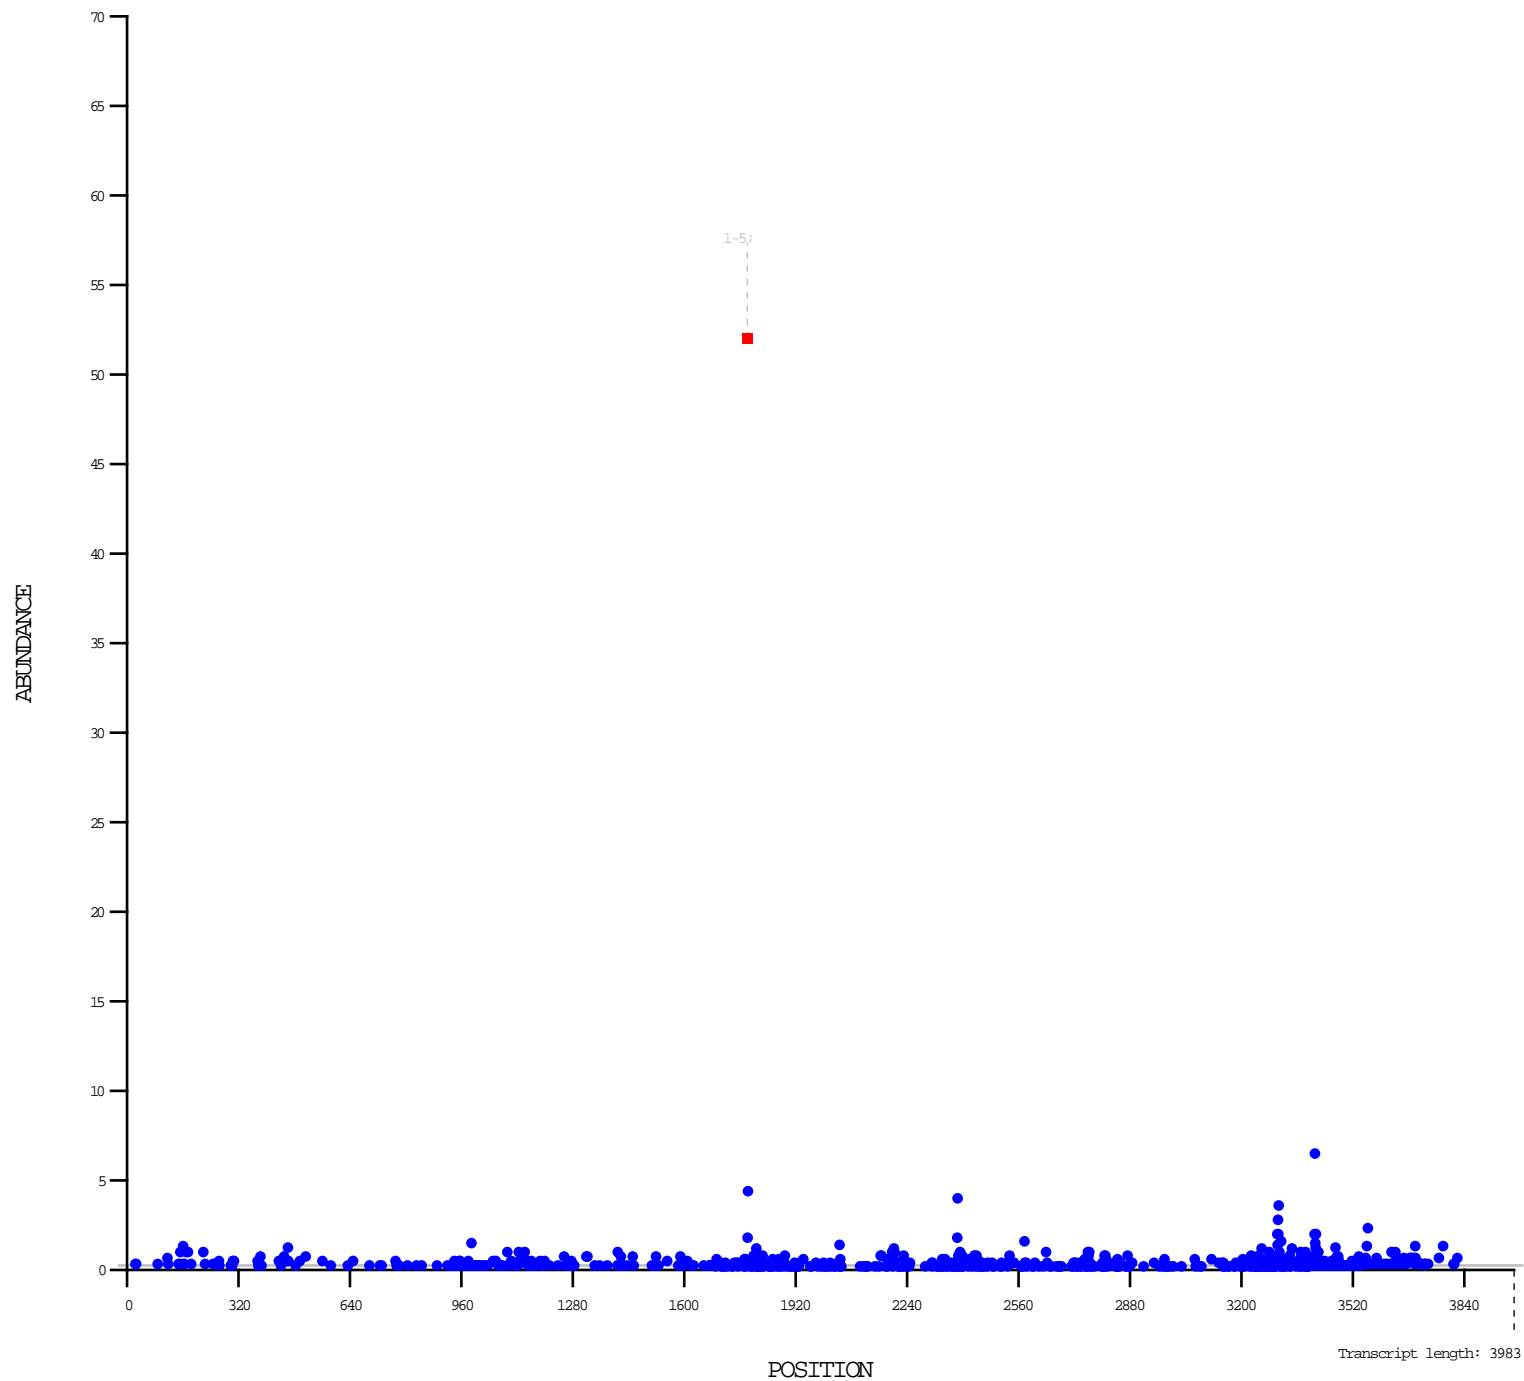

Category: 0 1 2 3 4

Degradome alignment: Median: —

#1 Position:1781 Abundance: 52.00(deg) 1(sRNA)  
5' TCGACGAGGCTTCATTCCT 3' ID:  
o||||||||||||||||| Score: 1.5  
3' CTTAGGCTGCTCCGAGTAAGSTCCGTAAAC 5' p-value: 0.0

#2 Position:1781 Abundance: 52.00(deg) 1(sRNA)  
5' TCGACGAGGCTTCATTCCT 3' ID:  
o||||||||||||||||| Score: 2.5  
3' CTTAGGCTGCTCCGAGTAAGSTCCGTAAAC 5' p-value: 0.0

#3 Position:1781 Abundance: 52.00(deg) 1(sRNA)  
5' TCGACGAGGCTTCATTCCT 3' ID:  
o||||||||||||||||| Score: 2.5  
3' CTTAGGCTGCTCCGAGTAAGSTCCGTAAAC 5' p-value: 0.0

#4 Position:1781 Abundance: 52.00(deg) 1(sRNA)  
5' TCGACGAGGCTTCATTCCT 3' ID:  
o||||||||||||||||| Score: 2.5  
3' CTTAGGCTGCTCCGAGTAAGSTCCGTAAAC 5' p-value: 0.0

#5 Position:1781 Abundance: 52.00(deg) 1(sRNA)  
5' TCGACGAGGCTTCATTCCT 3' ID:  
o||||||||||||||||| Score: 3.5  
3' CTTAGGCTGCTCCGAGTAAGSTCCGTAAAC 5' p-value: 0.0

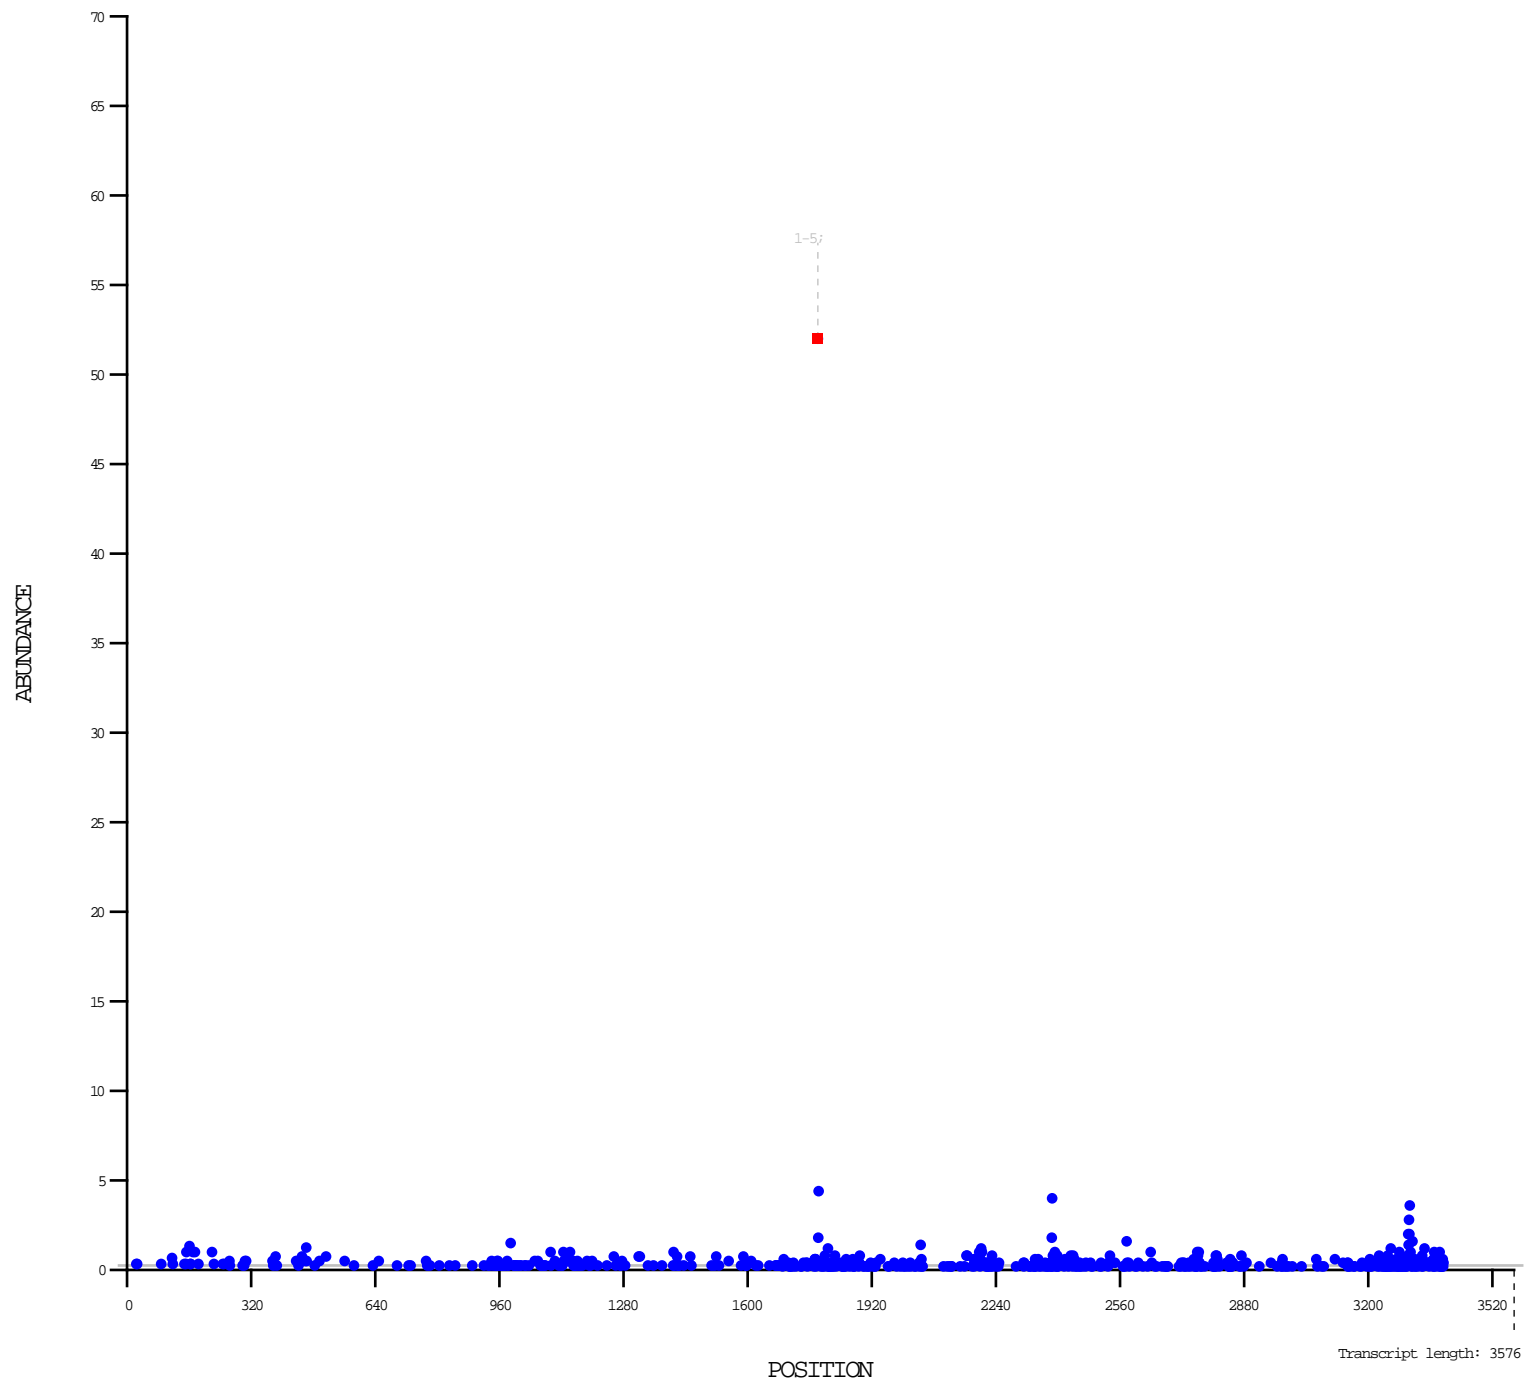

Category: 0 1 2 3 4

Degradome alignment: Median: —

■ 0 #1 Position:1781 Abundance: 52.00(deg) 1(sRNA)  
5' TCGACGAGGCTTCATTCCT 3' ID:  
o||||||||||||||| Score: 1.5  
3' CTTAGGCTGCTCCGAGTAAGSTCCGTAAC 5' p-value: 0.0

■ 0 #2 Position:1781 Abundance: 52.00(deg) 1(sRNA)  
5' TCGACGAGGCTTCATTCCT 3' ID:  
o||||||||||||||| Score: 2.5  
3' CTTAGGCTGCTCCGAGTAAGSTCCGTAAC 5' p-value: 0.0

■ 0 #3 Position:1781 Abundance: 52.00(deg) 1(sRNA)  
5' TCGACGAGGCTTCATTCCT 3' ID:  
o||||||||||||||| Score: 2.5  
3' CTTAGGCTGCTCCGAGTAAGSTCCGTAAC 5' p-value: 0.0

■ 0 #4 Position:1781 Abundance: 52.00(deg) 1(sRNA)  
5' TCGACGAGGCTTCATTCCT 3' ID:  
o||||||||||||||| Score: 2.5  
3' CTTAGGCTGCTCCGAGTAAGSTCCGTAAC 5' p-value: 0.0

■ 0 #5 Position:1781 Abundance: 52.00(deg) 1(sRNA)  
5' TCGACGAGGCTTCATTCCT 3' ID:  
o||||||||||||||| Score: 3.5  
3' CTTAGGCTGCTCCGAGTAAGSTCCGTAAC 5' p-value: 0.0

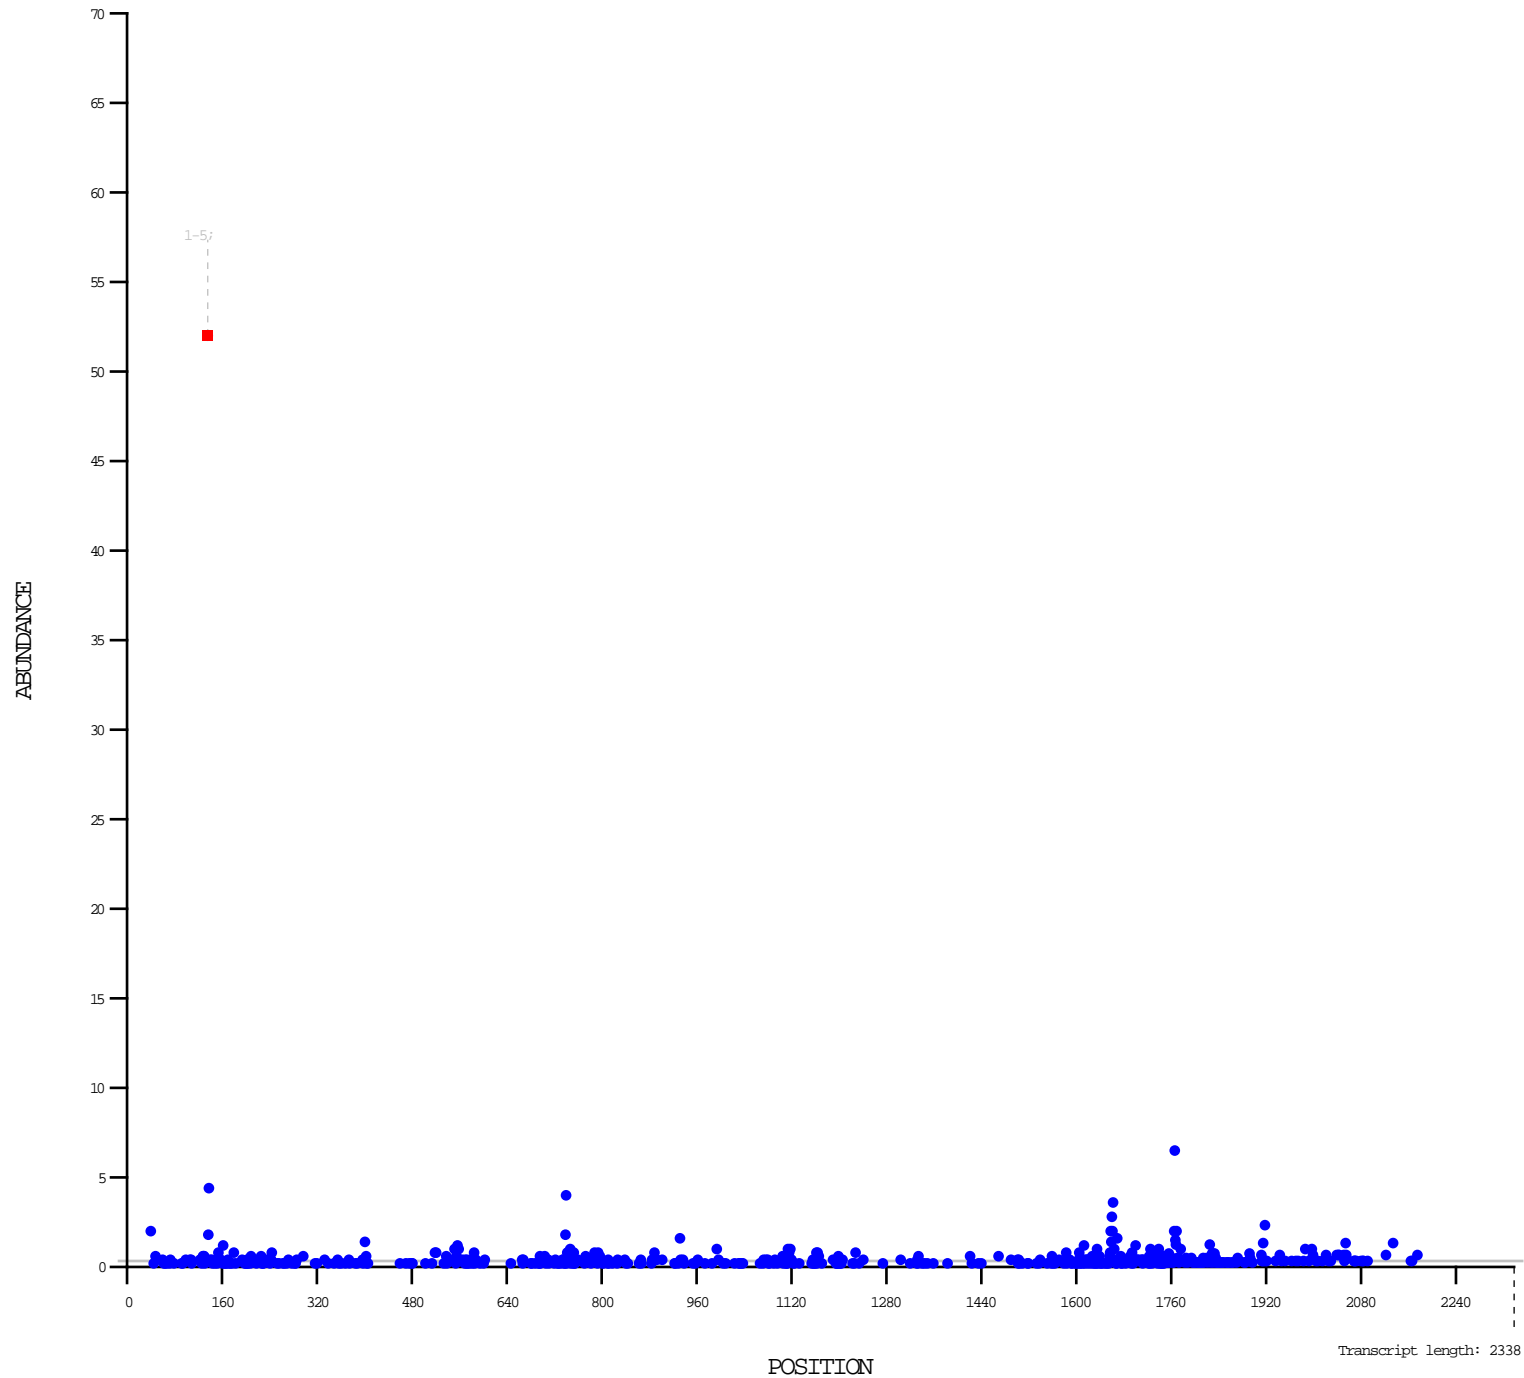

Category: 0 1 2 3 4  
Degradome alignment: Median:

#1 Position:136 Abundance: 52.00(deg) 1(sRNA)  
5' TCGACGAGGCTTCATTCCT 3' ID:  
o||||||||||||||||| Score: 1.5  
3' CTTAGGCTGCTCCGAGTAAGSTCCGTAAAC 5' p-value: 0.0

#2 Position:136 Abundance: 52.00(deg) 1(sRNA)  
5' TCGACGAGGCTTCATTCCT 3' ID:  
o||||||||||||||||| Score: 2.5  
3' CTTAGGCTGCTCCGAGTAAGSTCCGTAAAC 5' p-value: 0.0

#3 Position:136 Abundance: 52.00(deg) 1(sRNA)  
5' TCGACGAGGCTTCATTCCT 3' ID:  
o||||||||||||||||| Score: 2.5  
3' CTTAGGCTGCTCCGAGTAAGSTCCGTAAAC 5' p-value: 0.0

#4 Position:136 Abundance: 52.00(deg) 1(sRNA)  
5' TCGACGAGGCTTCATTCCT 3' ID:  
o||||||||||||||||| Score: 2.5  
3' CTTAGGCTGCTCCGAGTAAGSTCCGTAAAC 5' p-value: 0.0

#5 Position:136 Abundance: 52.00(deg) 1(sRNA)  
5' TCGACGAGGCTTCATTCCT 3' ID:  
o||||||||||||||||| Score: 3.5  
3' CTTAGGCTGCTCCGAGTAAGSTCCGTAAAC 5' p-value: 0.01

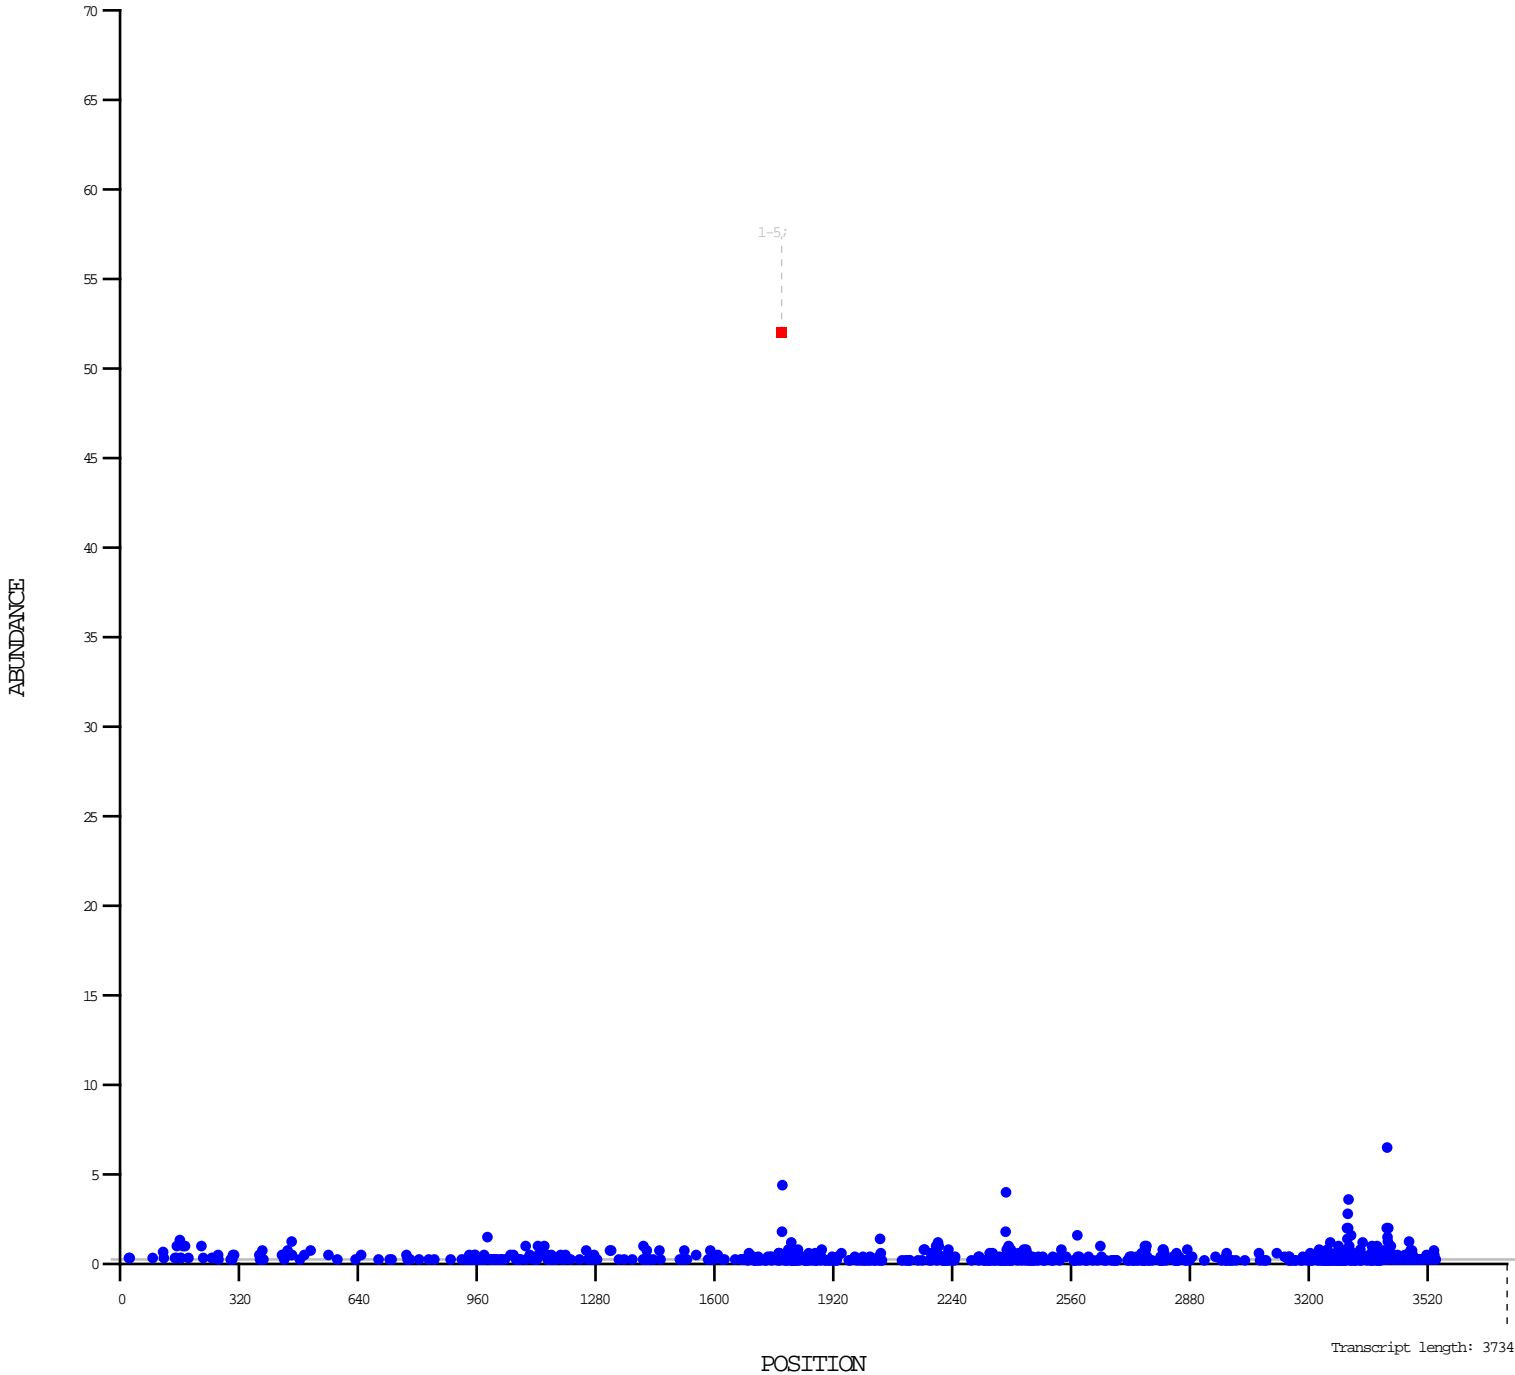

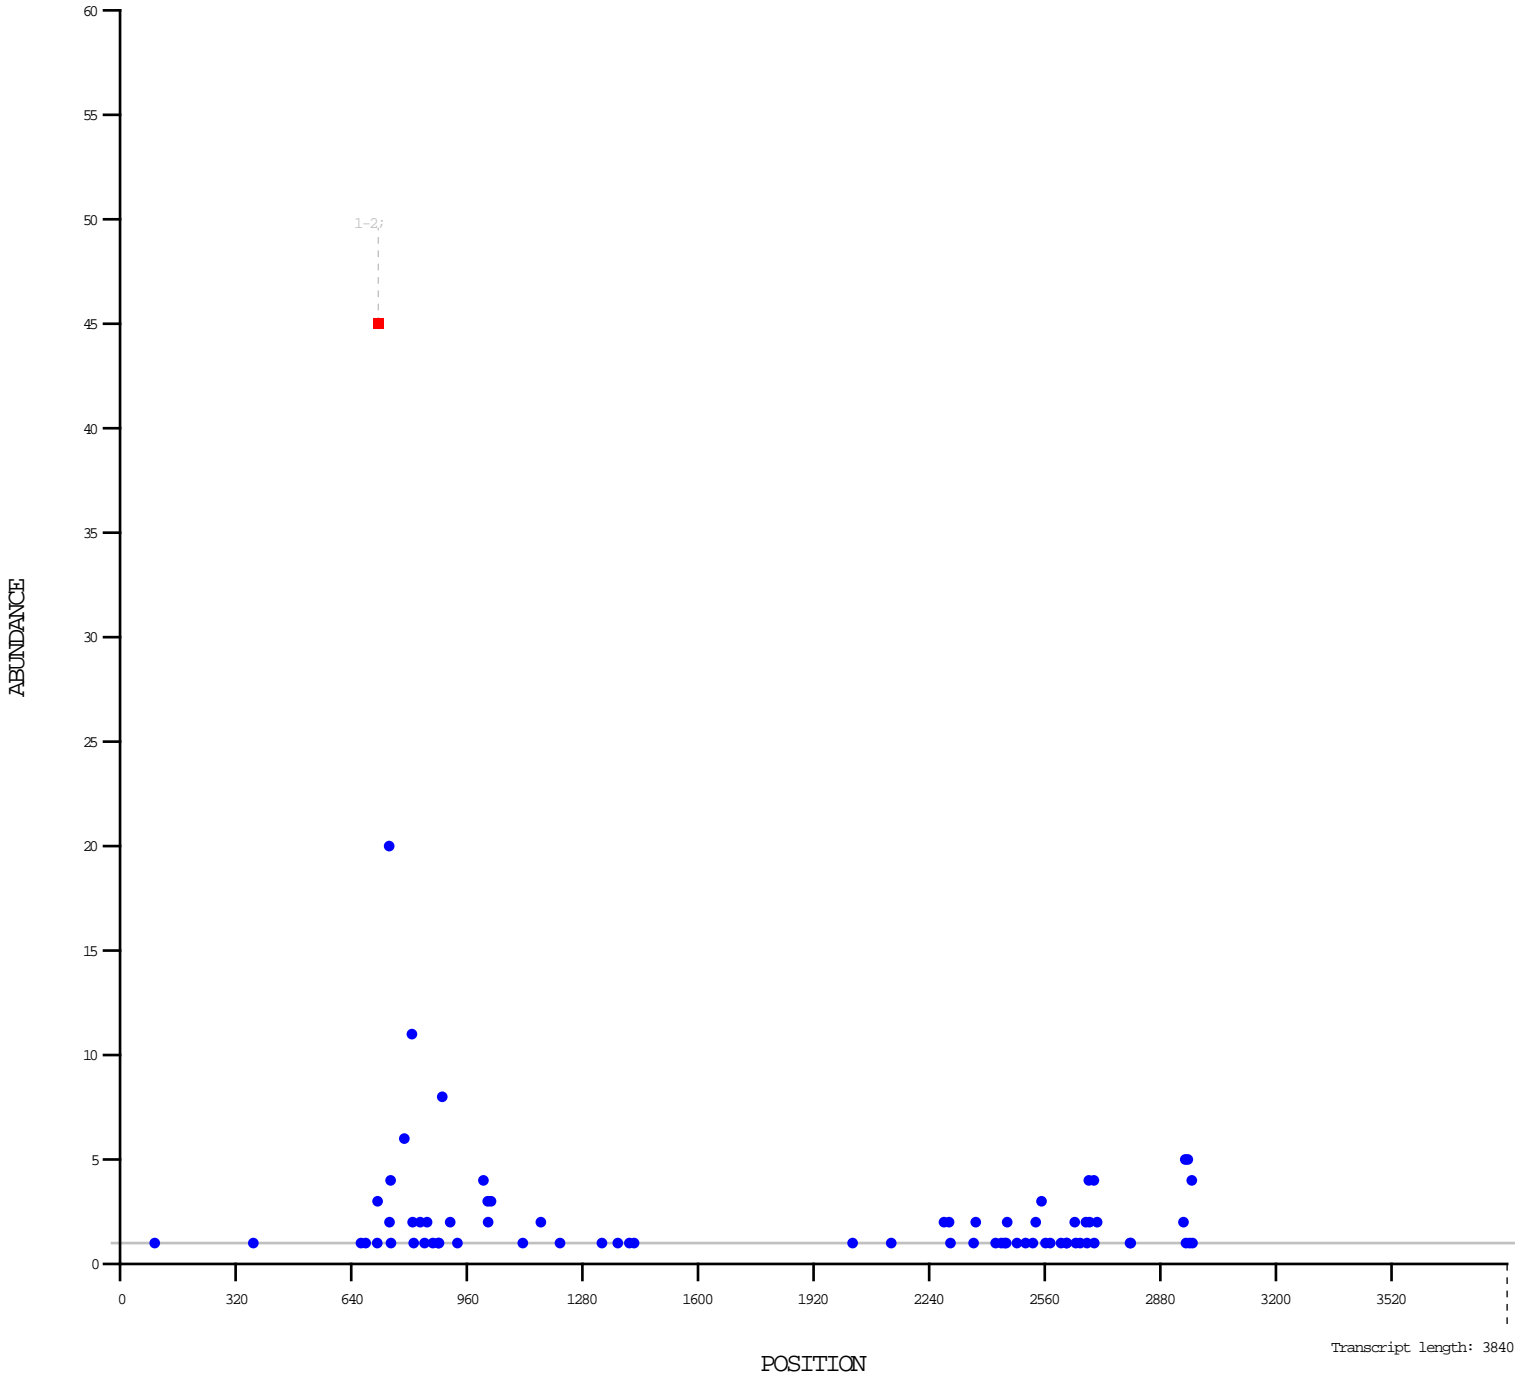

Category: 0 1 2 3 4

Degradome alignment: ● Median: —

■ 0 #1 Position:715 Abundance: 45.00(deg) 1(sRNA)  
5' TCCTACCTATGCCAOCATTC 3' ID:  
3' CACACGAAOGGATATGGTGGGTACGGGTTTA 5' p-value: 0.0

■ 0 #2 Position:715 Abundance: 45.00(deg) 1(sRNA)  
5' TCCTACCTATGCCAOCATTC 3' ID:  
3' CACACGAAOGGATATGGTGGGTACGGGTTTA 5' p-value: 0.0

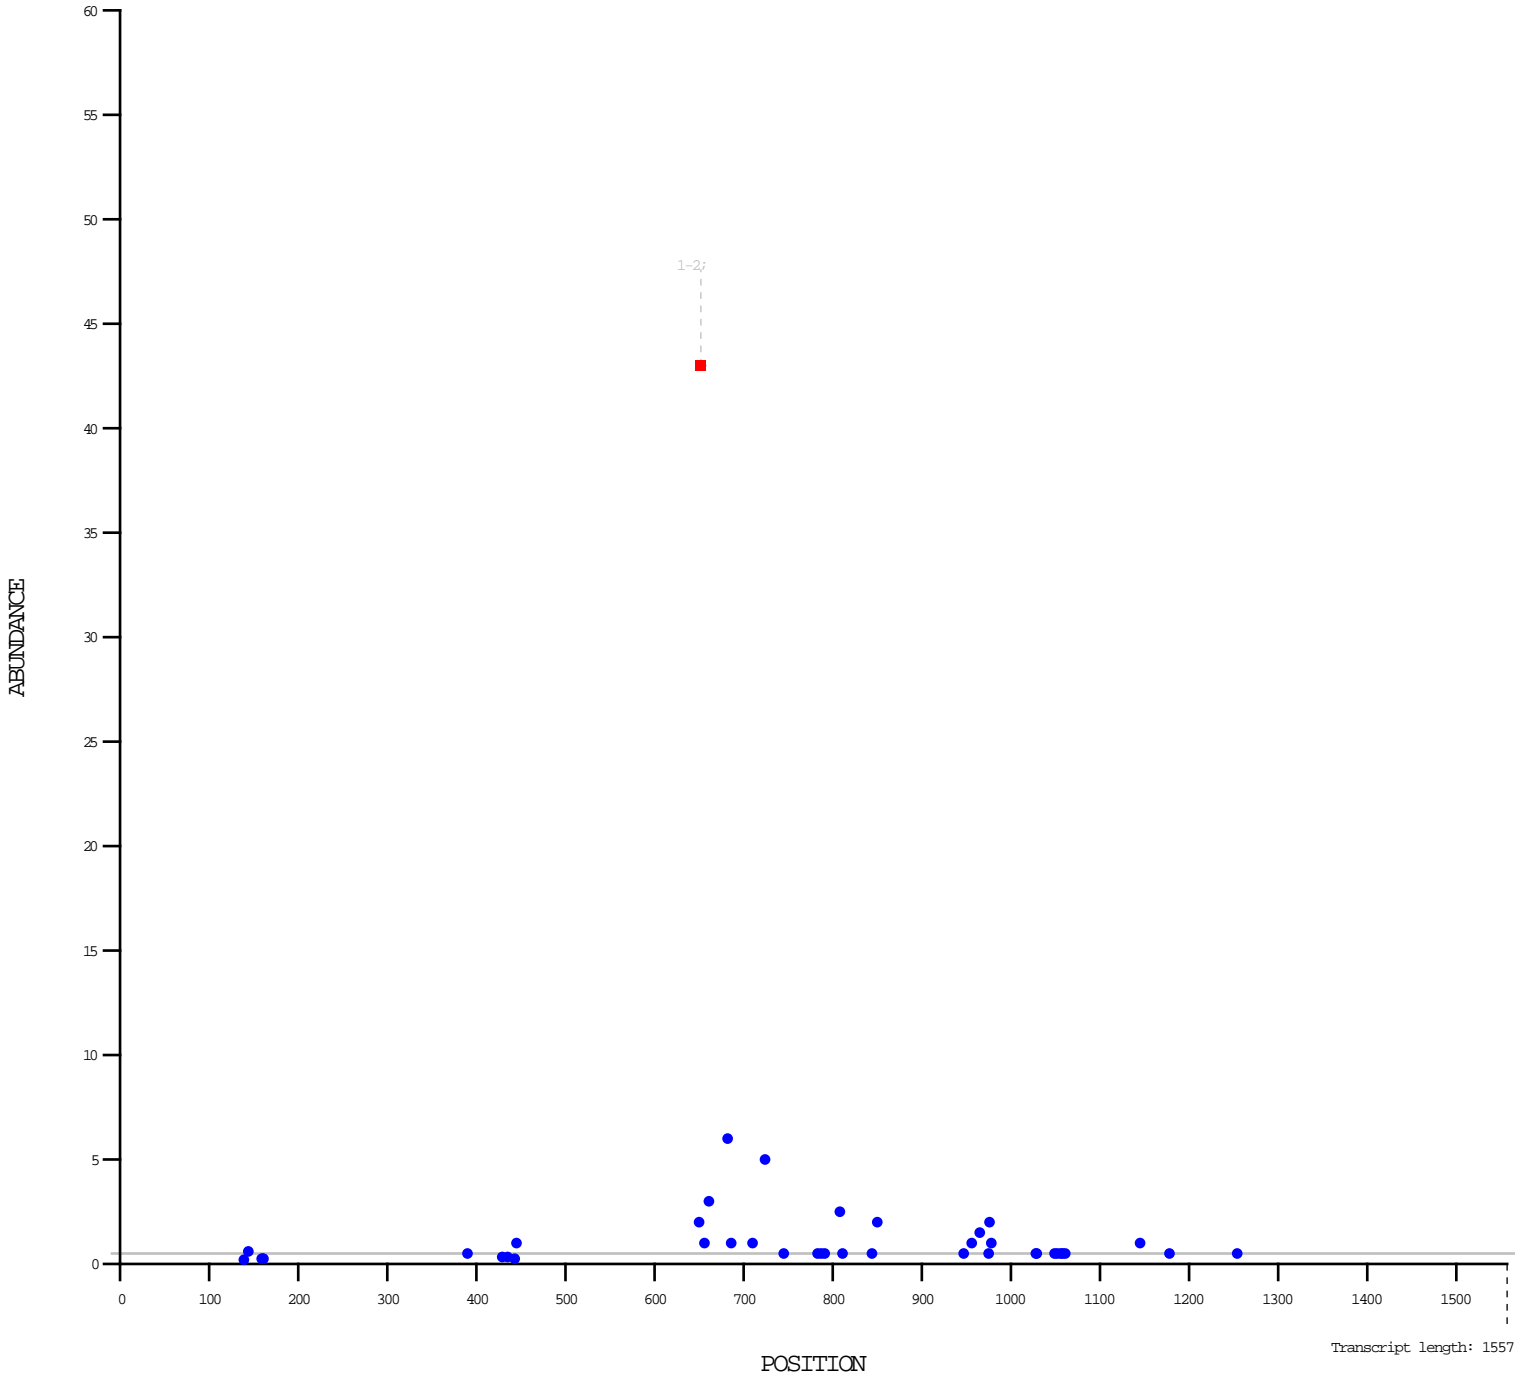

Category: 0 1 2 3 4

Degradome alignment: ● Median: —

■ 0 #1 Position:652 Abundance: 43.00(deg) 1(sRNA)  
5' TCCTACCTATGCCACCATTC 3' ID:  
3' CACACGAAOGGATATGSGGCTACGGGTTTA 5' p-value: 0.01

■ 0 #2 Position:652 Abundance: 43.00(deg) 1(sRNA)  
5' TCCTACCTATGCCACCATTC 3' ID:  
3' CACACGAAOGGATATGSGGCTACGGGTTTA 5' p-value: 0.04

orange1.1t03122.1 gene=orange1.1t03122 CDS=243-1316

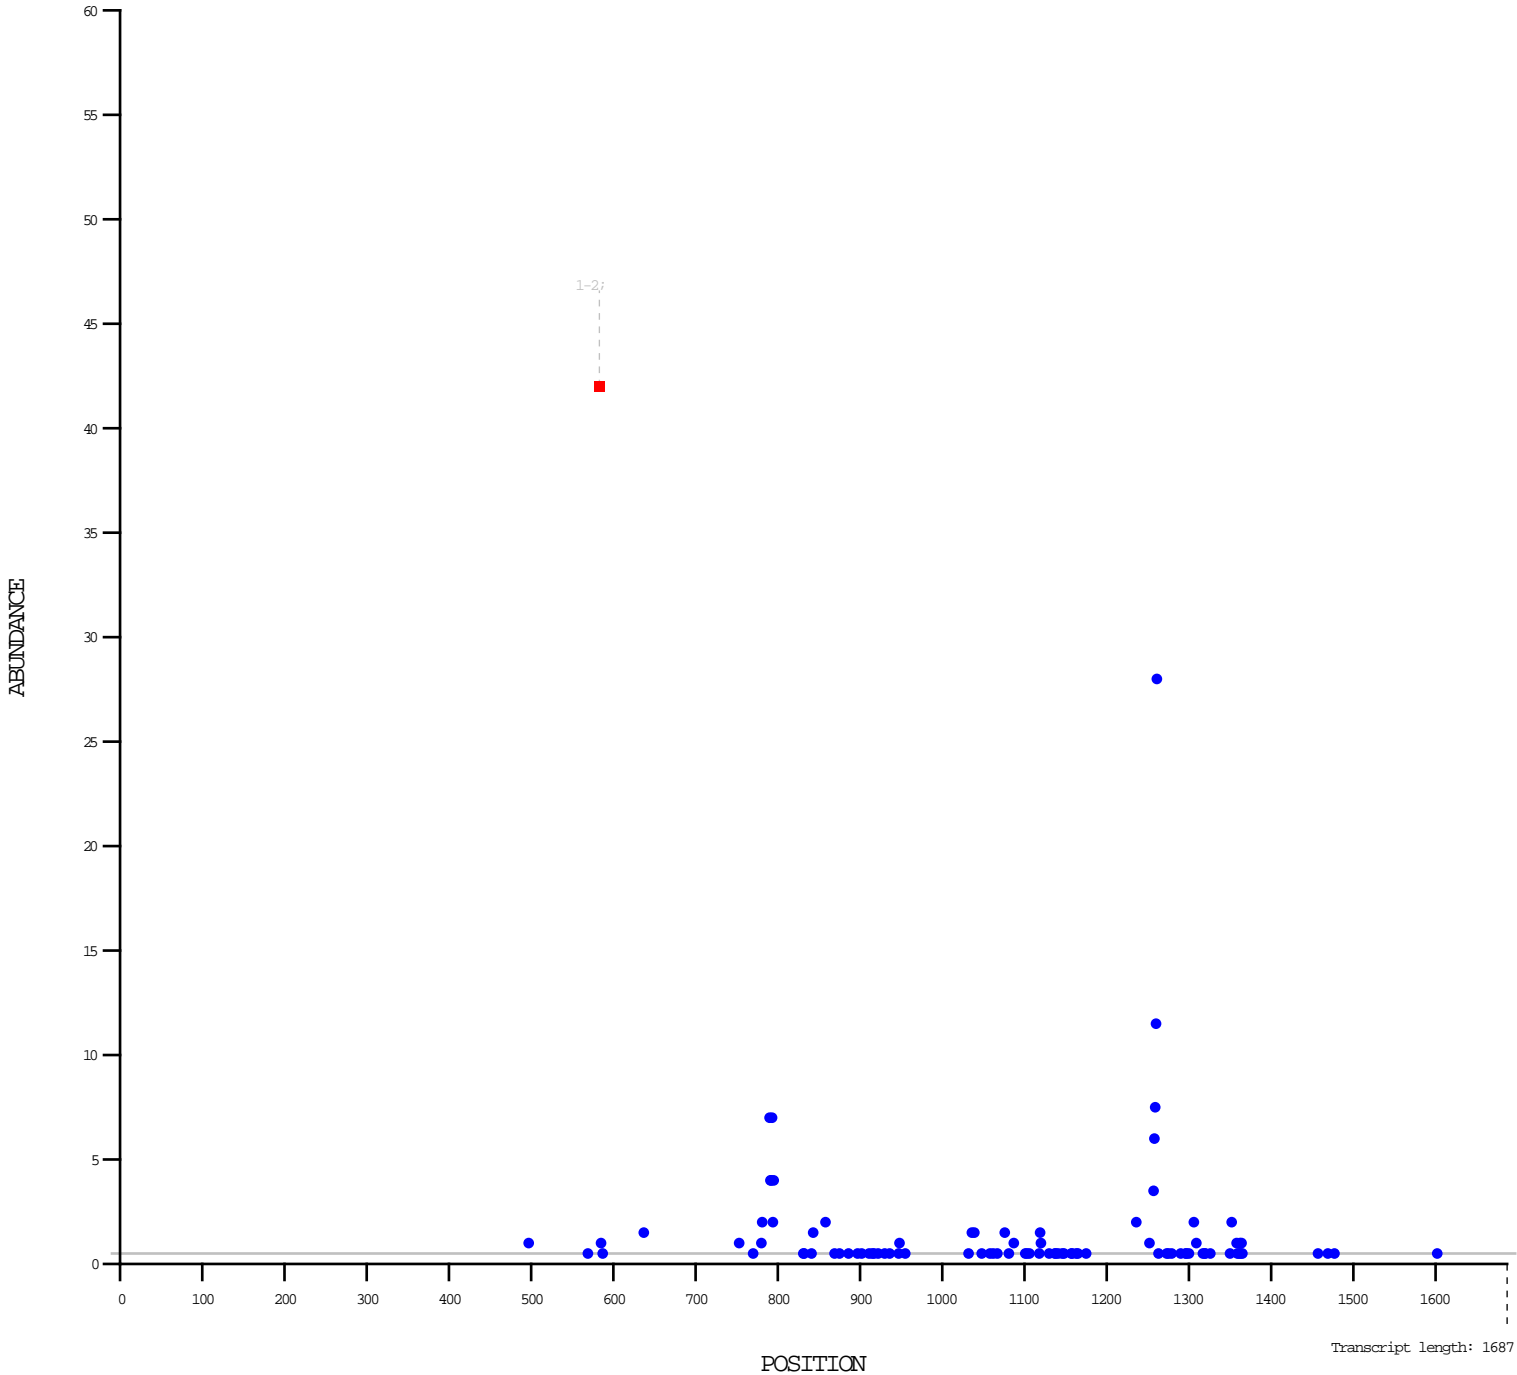

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ 0 #1 Position:583 Abundance: 42.00(deg) 1(sRNA)  
5' TTCCAC-GGCTTCTCTGAAGT 3' ID:  
3' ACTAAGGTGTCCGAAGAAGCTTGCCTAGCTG 5' p-value: 0.0

■ 0 #2 Position:583 Abundance: 42.00(deg) 1(sRNA)  
5' TTCCACA-GCTTTCCTGAAC TG 3' ID:  
3' ACTAGGTGTCCGAAGAACTTGCCTAGCTG 5' p-value: 0.0

orange1.1t03122.2 gene=orange1.1t03122 CDS=243-1328

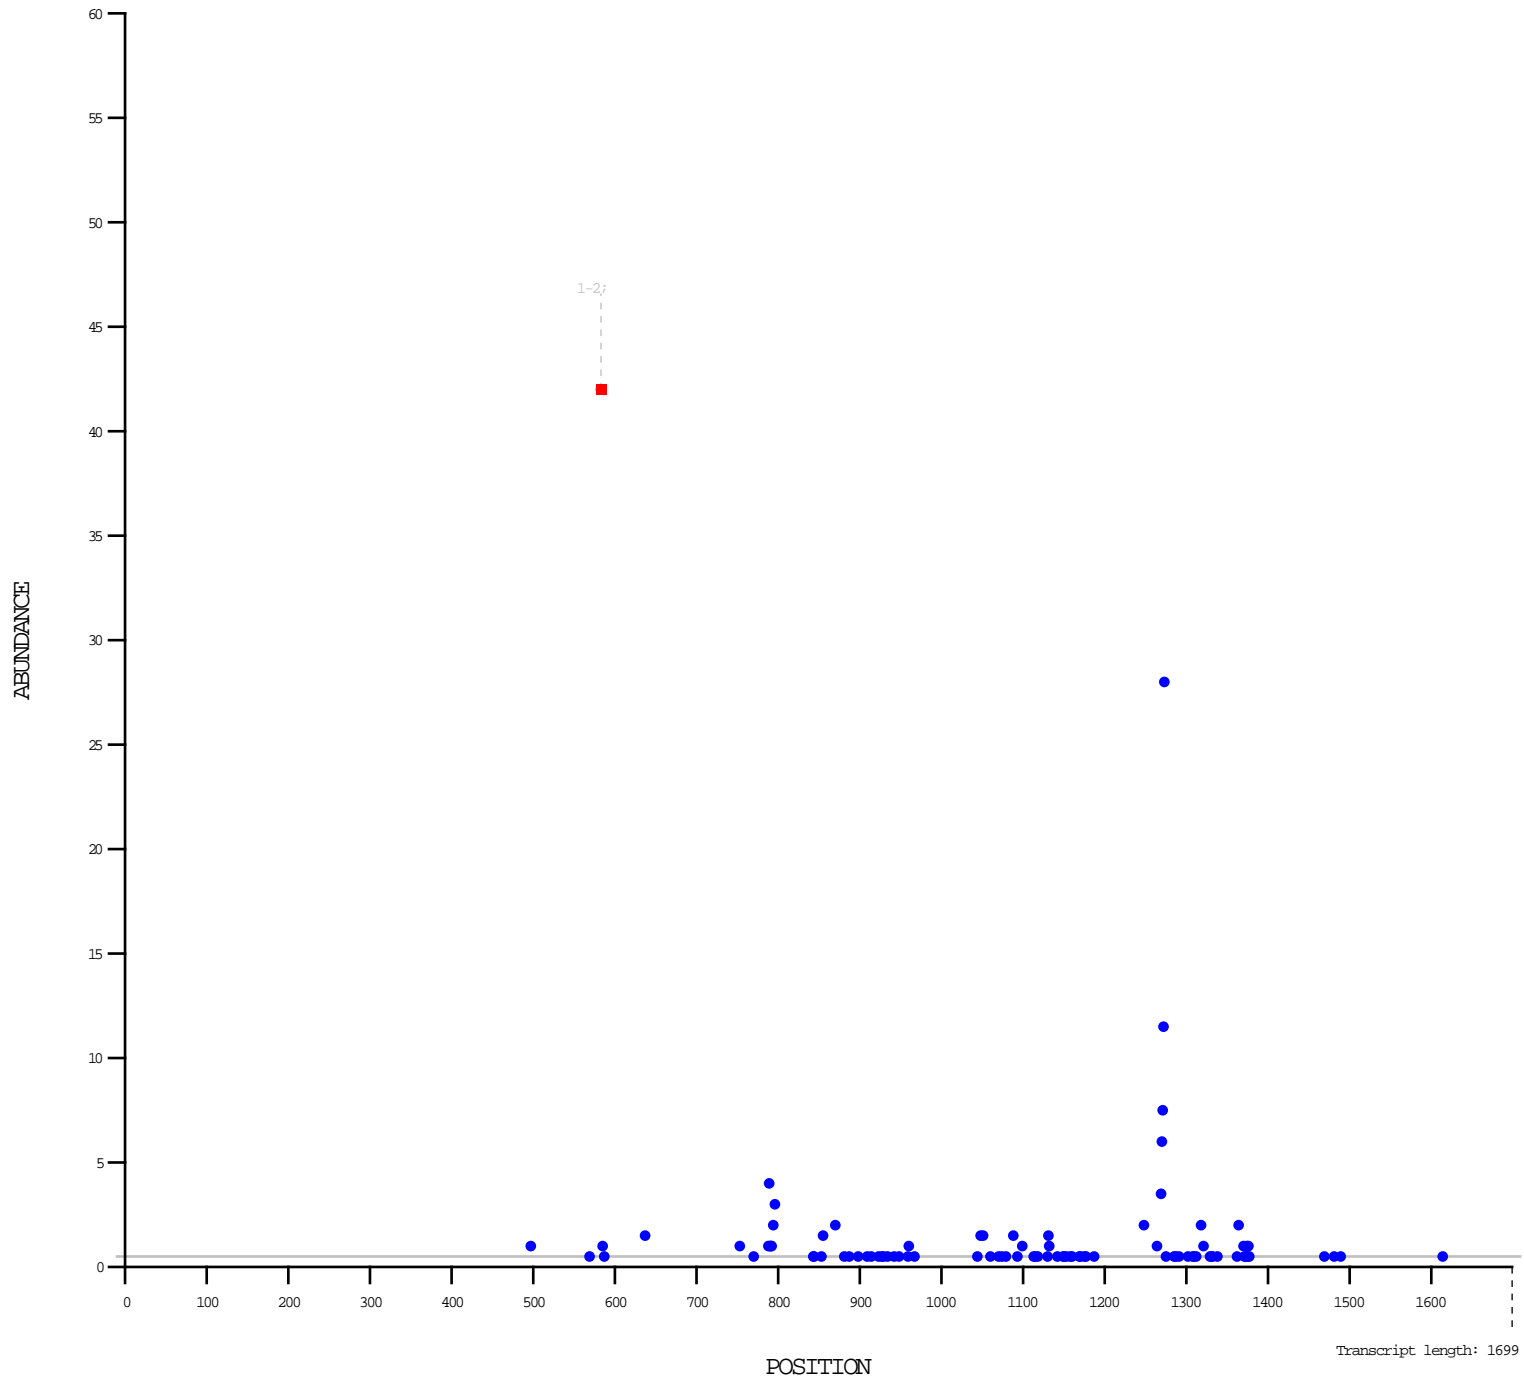

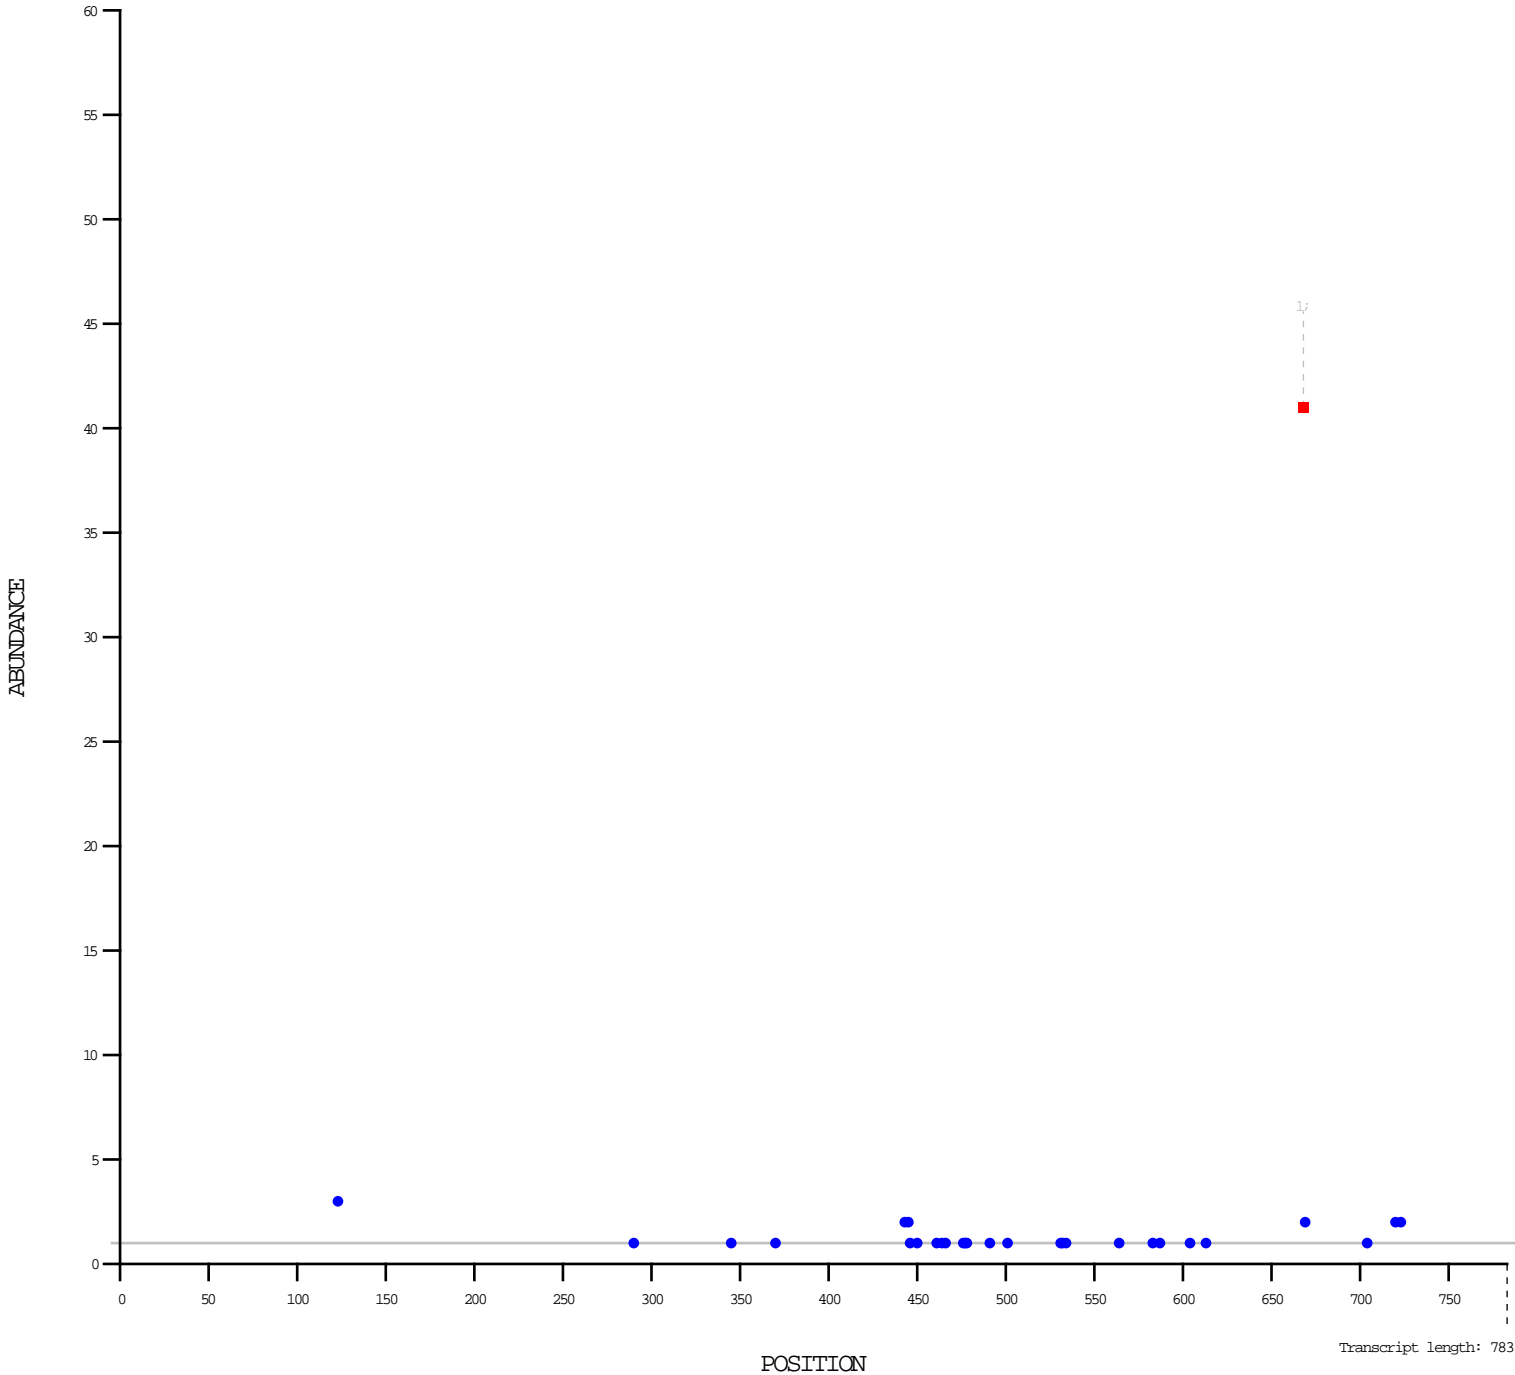

Category: 0 1 2 3 4  
Degradome alignment: ● Median: —

■ 0 #1 Position:668 Abundance: 41.00(deg) 1(sRNA)  
5' TCTTGCCCAACCCCTCCATTCC 3' ID:  
3' CTAGAGAA-GGCTGAGGAGGATAGGCCAGCG 5' p-value: 0.04

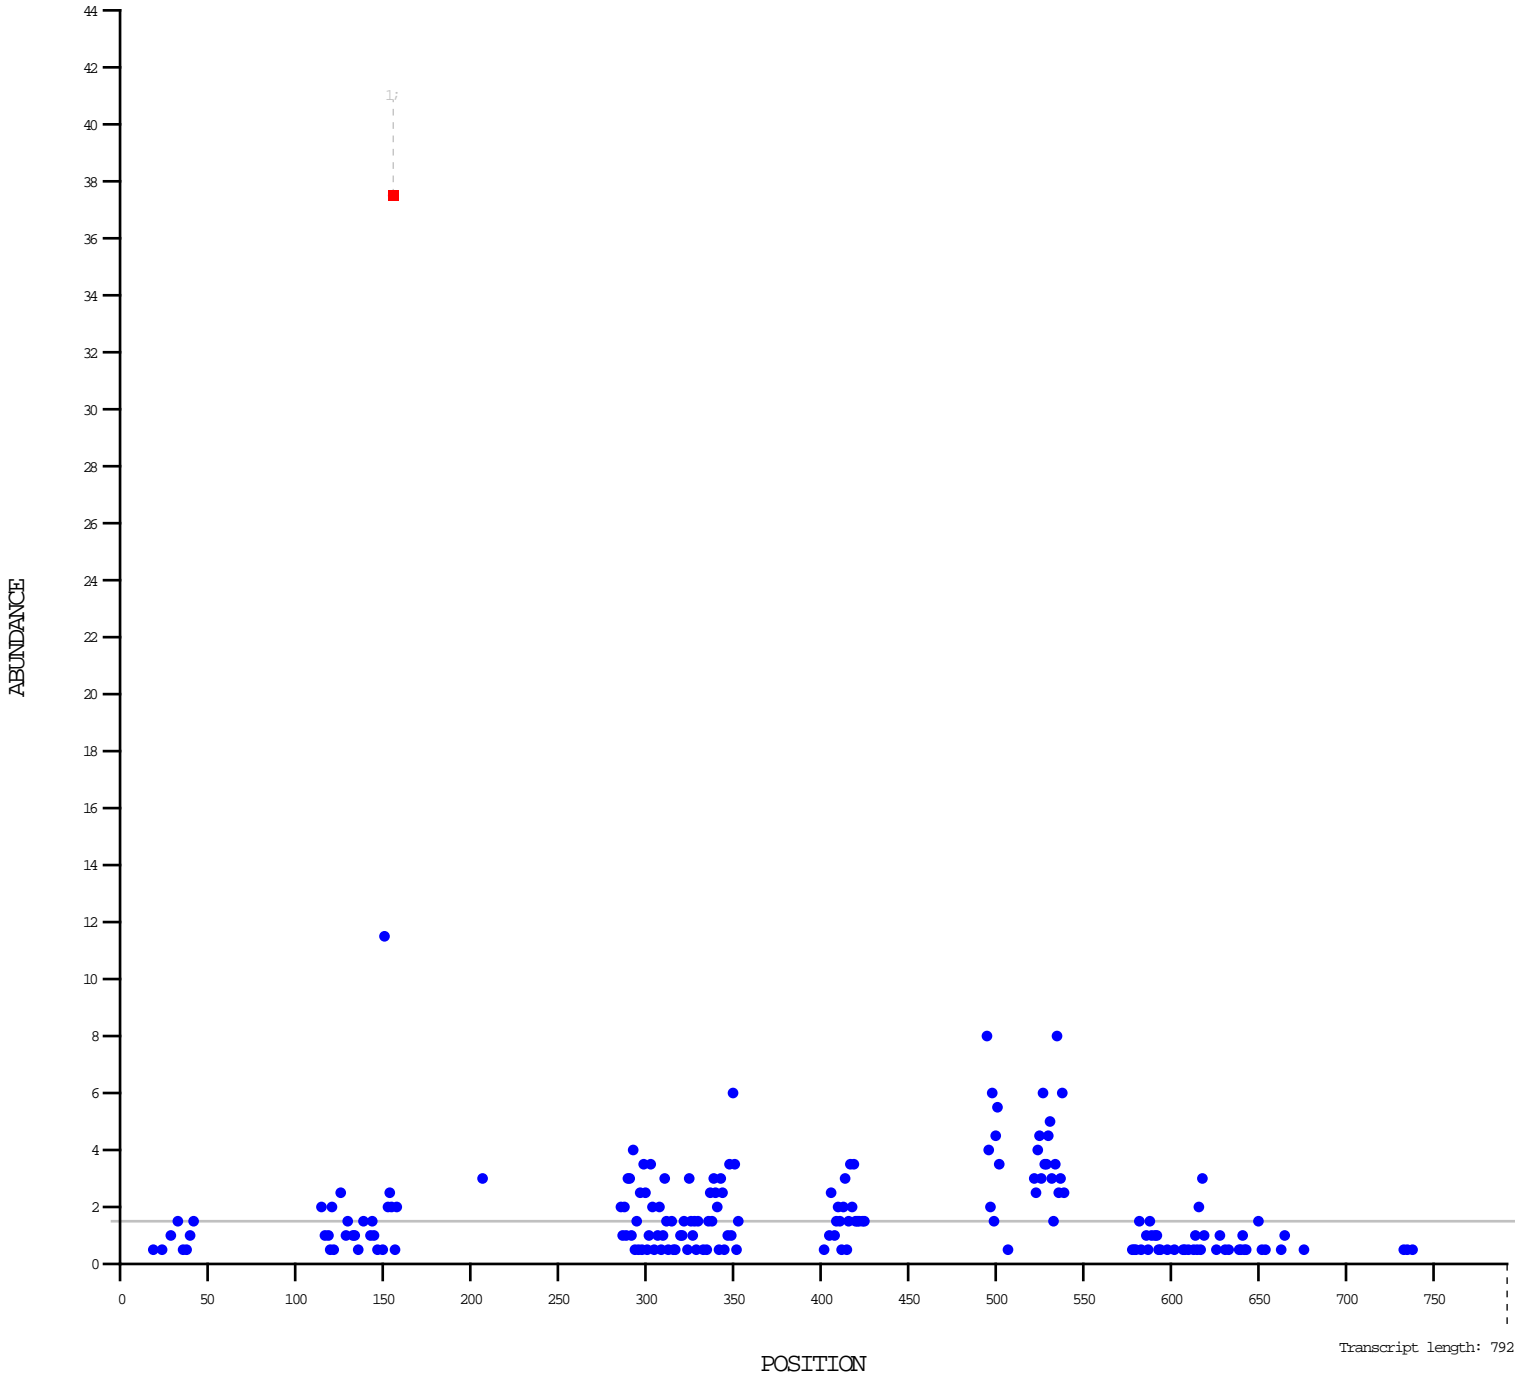

Category: 0 1 2 3 4  
Degradome alignment: ● Median: —

0 #1 Position:156 Abundance: 37.50(deg) 1(sRNA)  
5' TAGATAAAGATGAGAGAAAA 3' ID:  
o||||| |||o||||| Score: 2.0  
3' TCGTCTATTCGCTATTCCTTTCTCTTT 5' p-value: 0.0

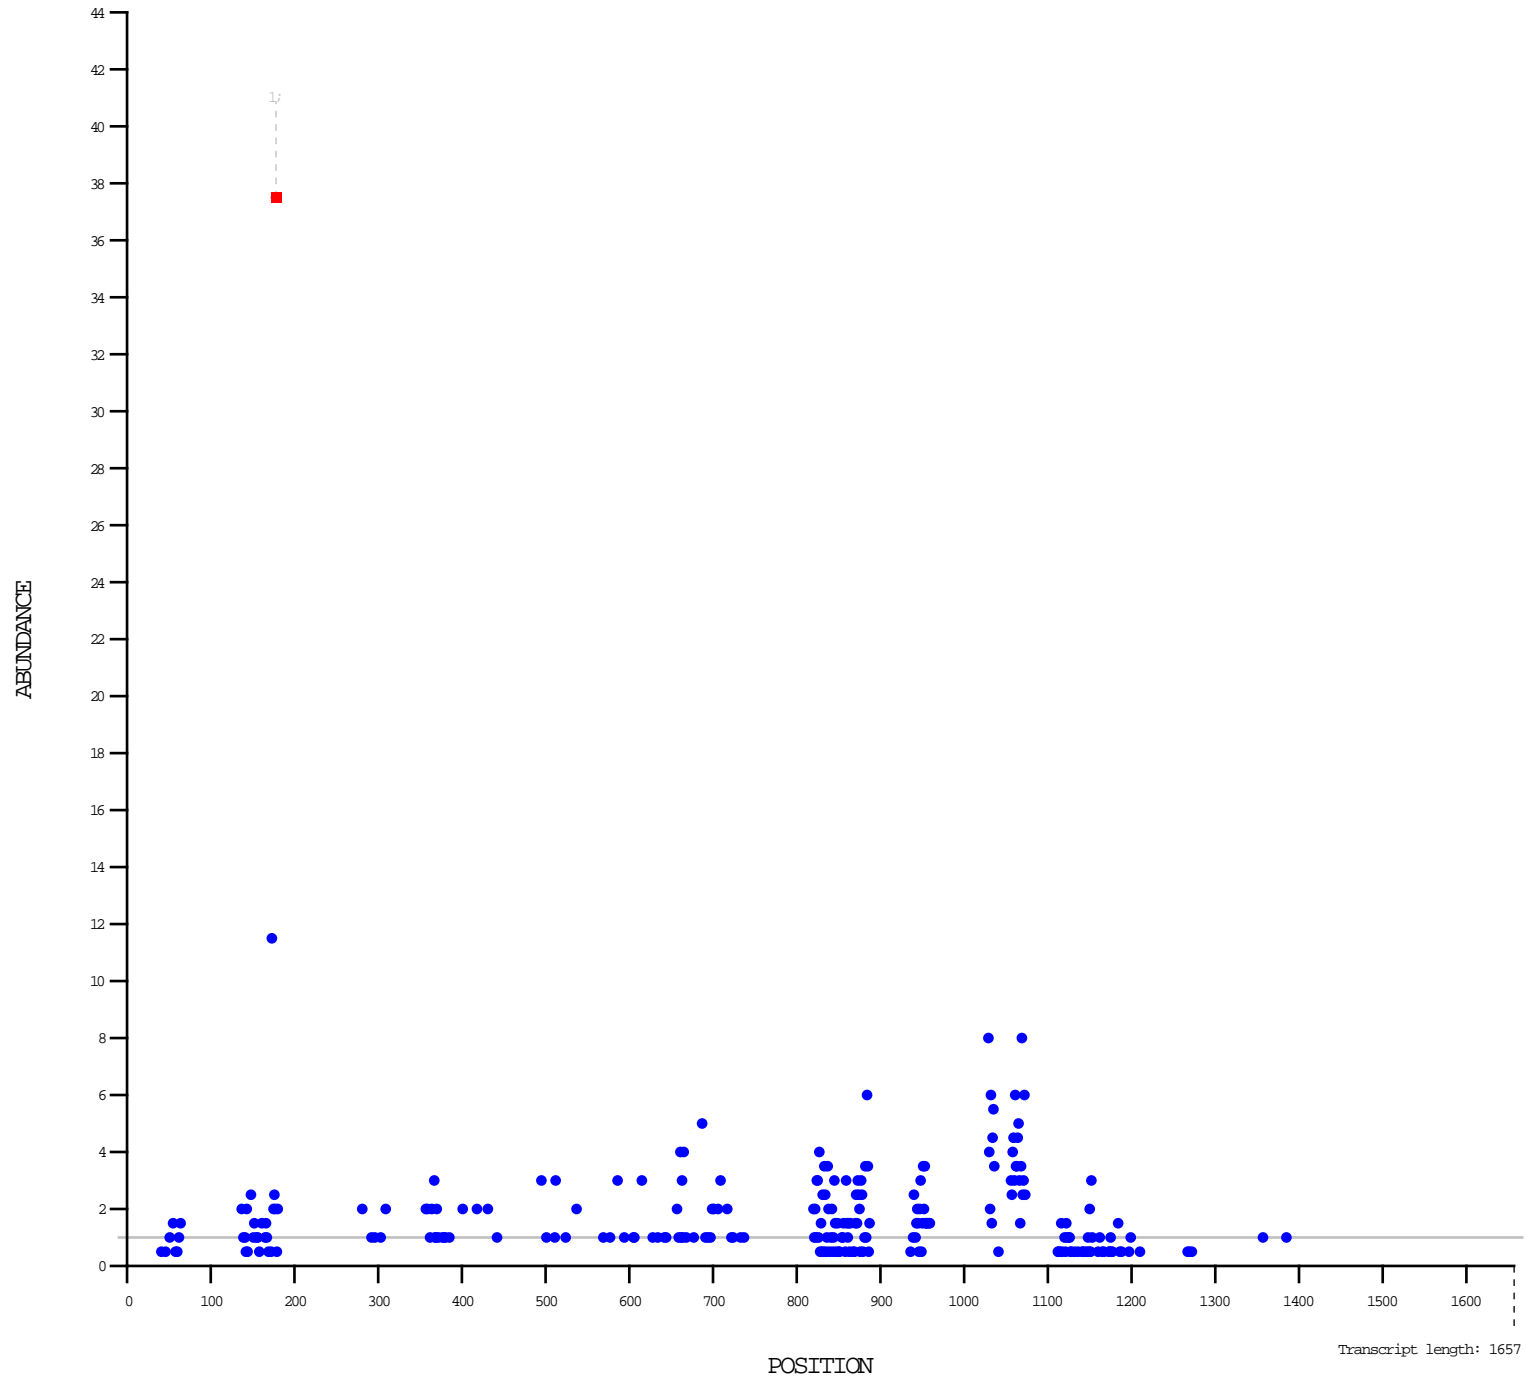

Category: 0 1 2 3 4  
Degradome alignment: ● Median: —

■ 0 #1 Position:178 Abundance: 37.50(deg) 1(sRNA)  
5' TAGATAAAGATGAGAGAAAA 3' ID:  
o||||| |||o||||| Score: 2.0  
3' TCGTCTATTCGCTATTCCTTTTCTCTTT 5' p-value: 0.0

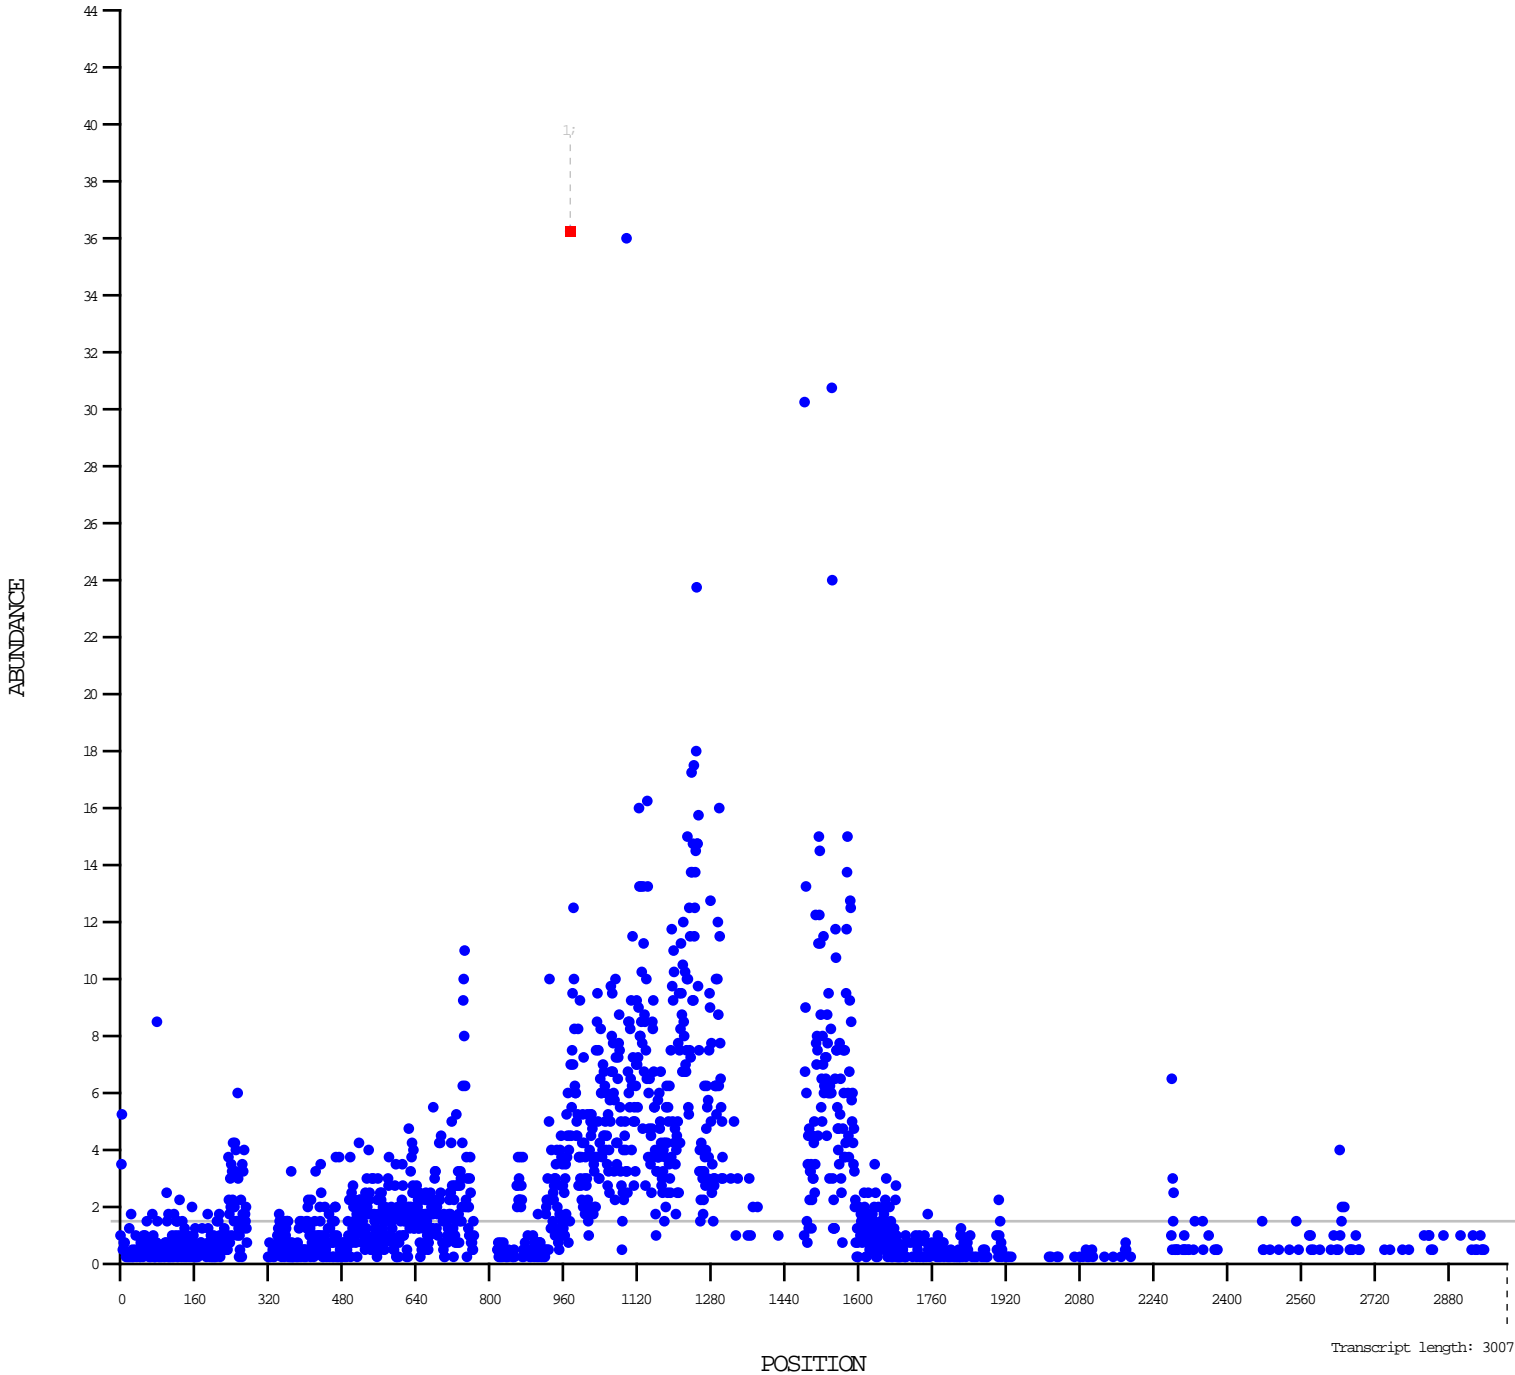

Category: 0 1 2 3 4  
Degradome alignment: ● Median: —

■ 0 #1 Position:976 Abundance: 36.25(deg) 1(sRNA)  
5' TG-TGTTCTCAGGTCACCCCTT 3' ID:  
3' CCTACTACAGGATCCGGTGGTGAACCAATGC 5' p-value: 0.0

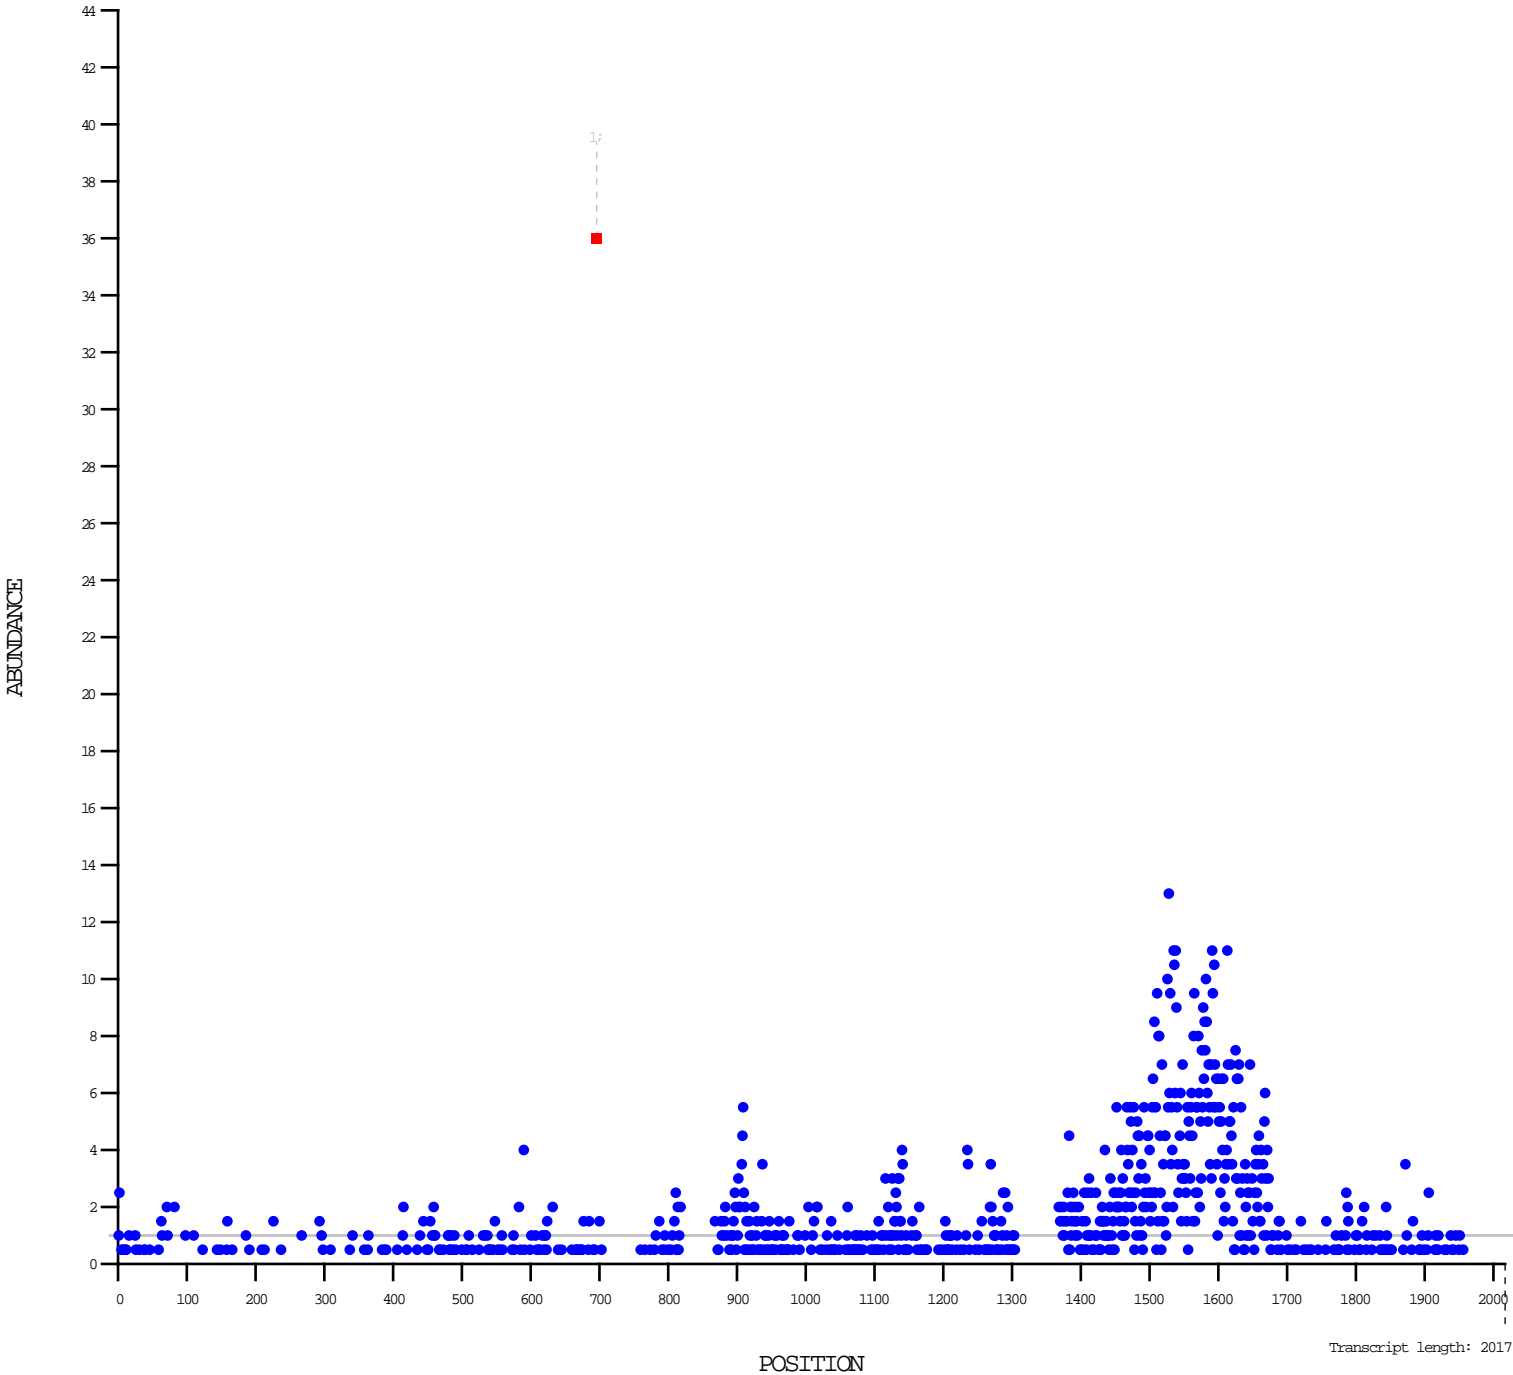

Category: 0 1 2 3 4  
Degradome alignment: Median:

0 #1 Position:696 Abundance: 36.00(deg 1(sRNA))  
5' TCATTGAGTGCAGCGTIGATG 3' ID:  
3' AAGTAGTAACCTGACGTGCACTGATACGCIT 5' p-value: 0.0

Cs7g31620.2 gene=Cs7g31620 CDS=197-1777

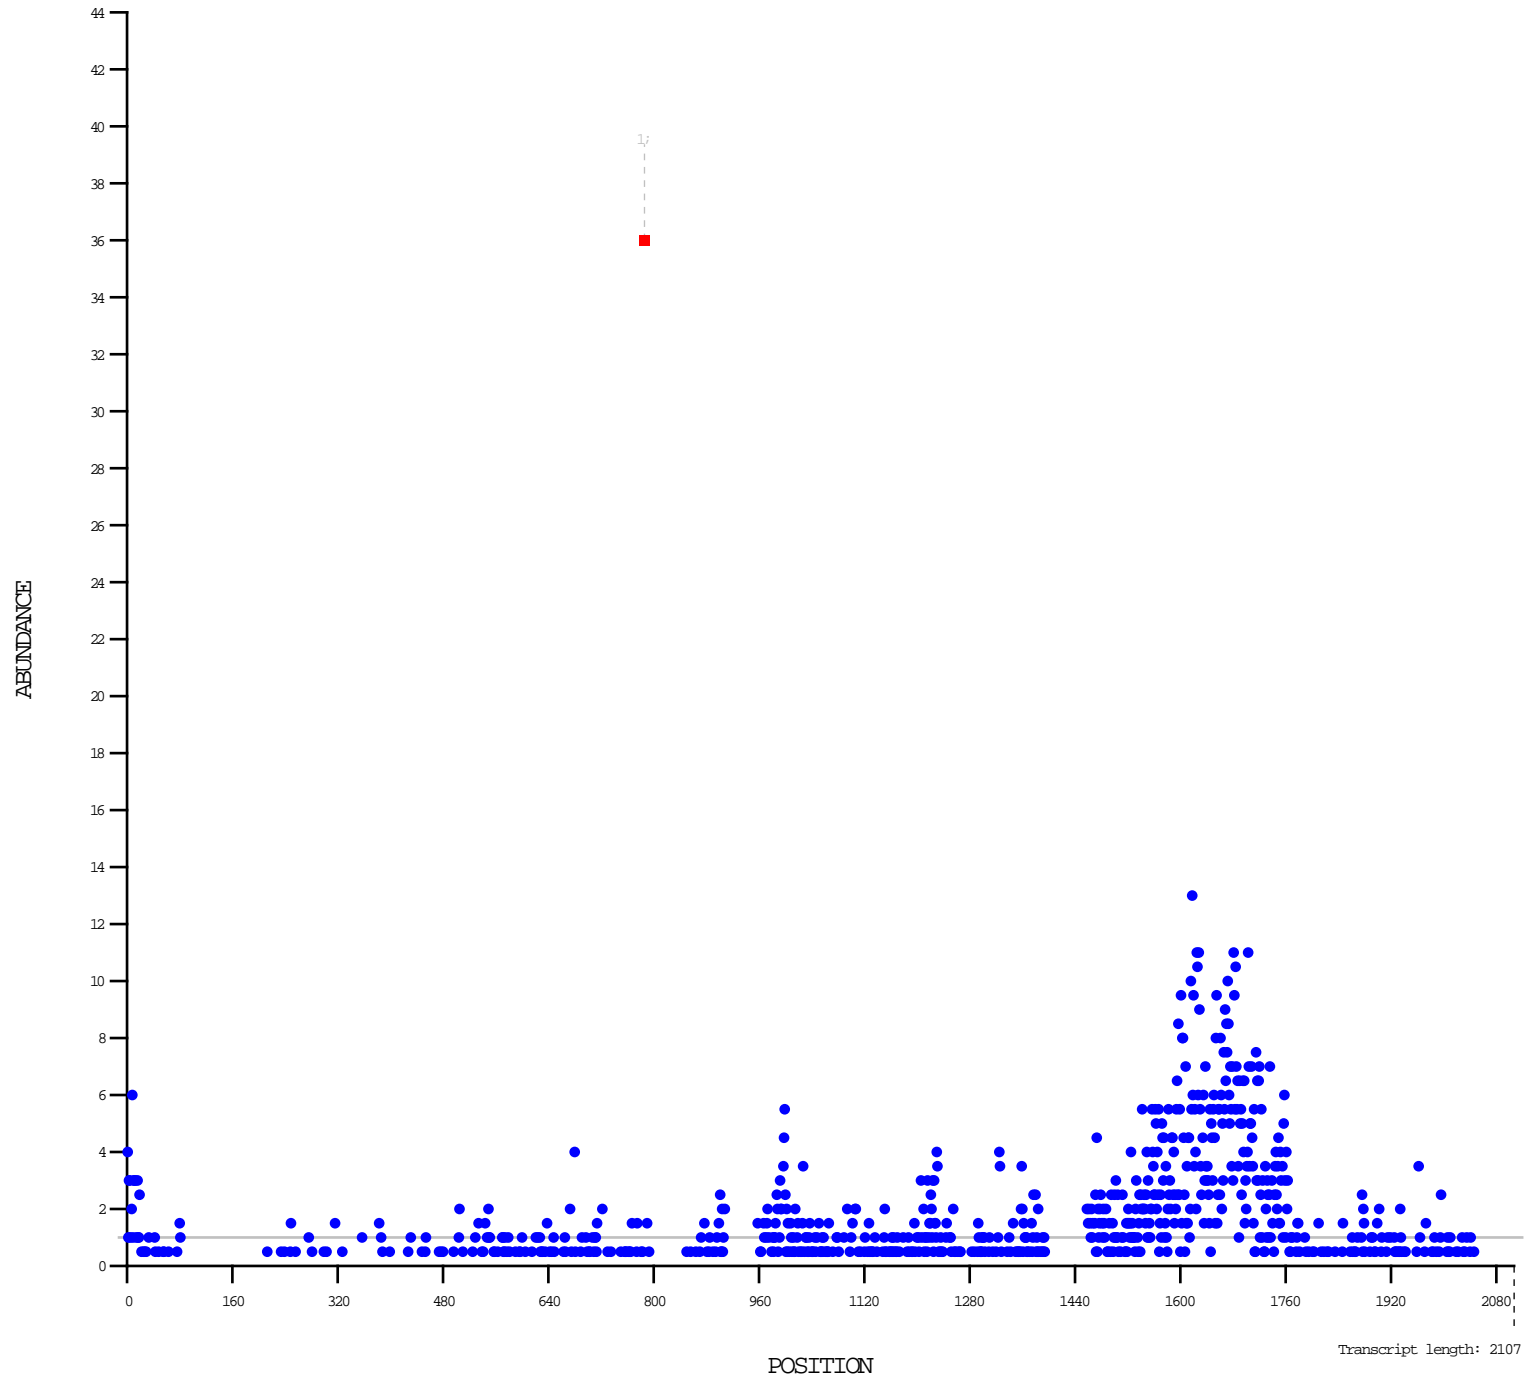

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4  
 Degradome alignment: ● Median: —

■ 0 #1 Position:786 Abundance: 36.00(deg) 1(sRNA)  
5' TCATTGAGTGCAGCGTTGATG 3' ID:  
3' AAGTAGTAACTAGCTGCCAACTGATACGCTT 5' p-value: 0.0

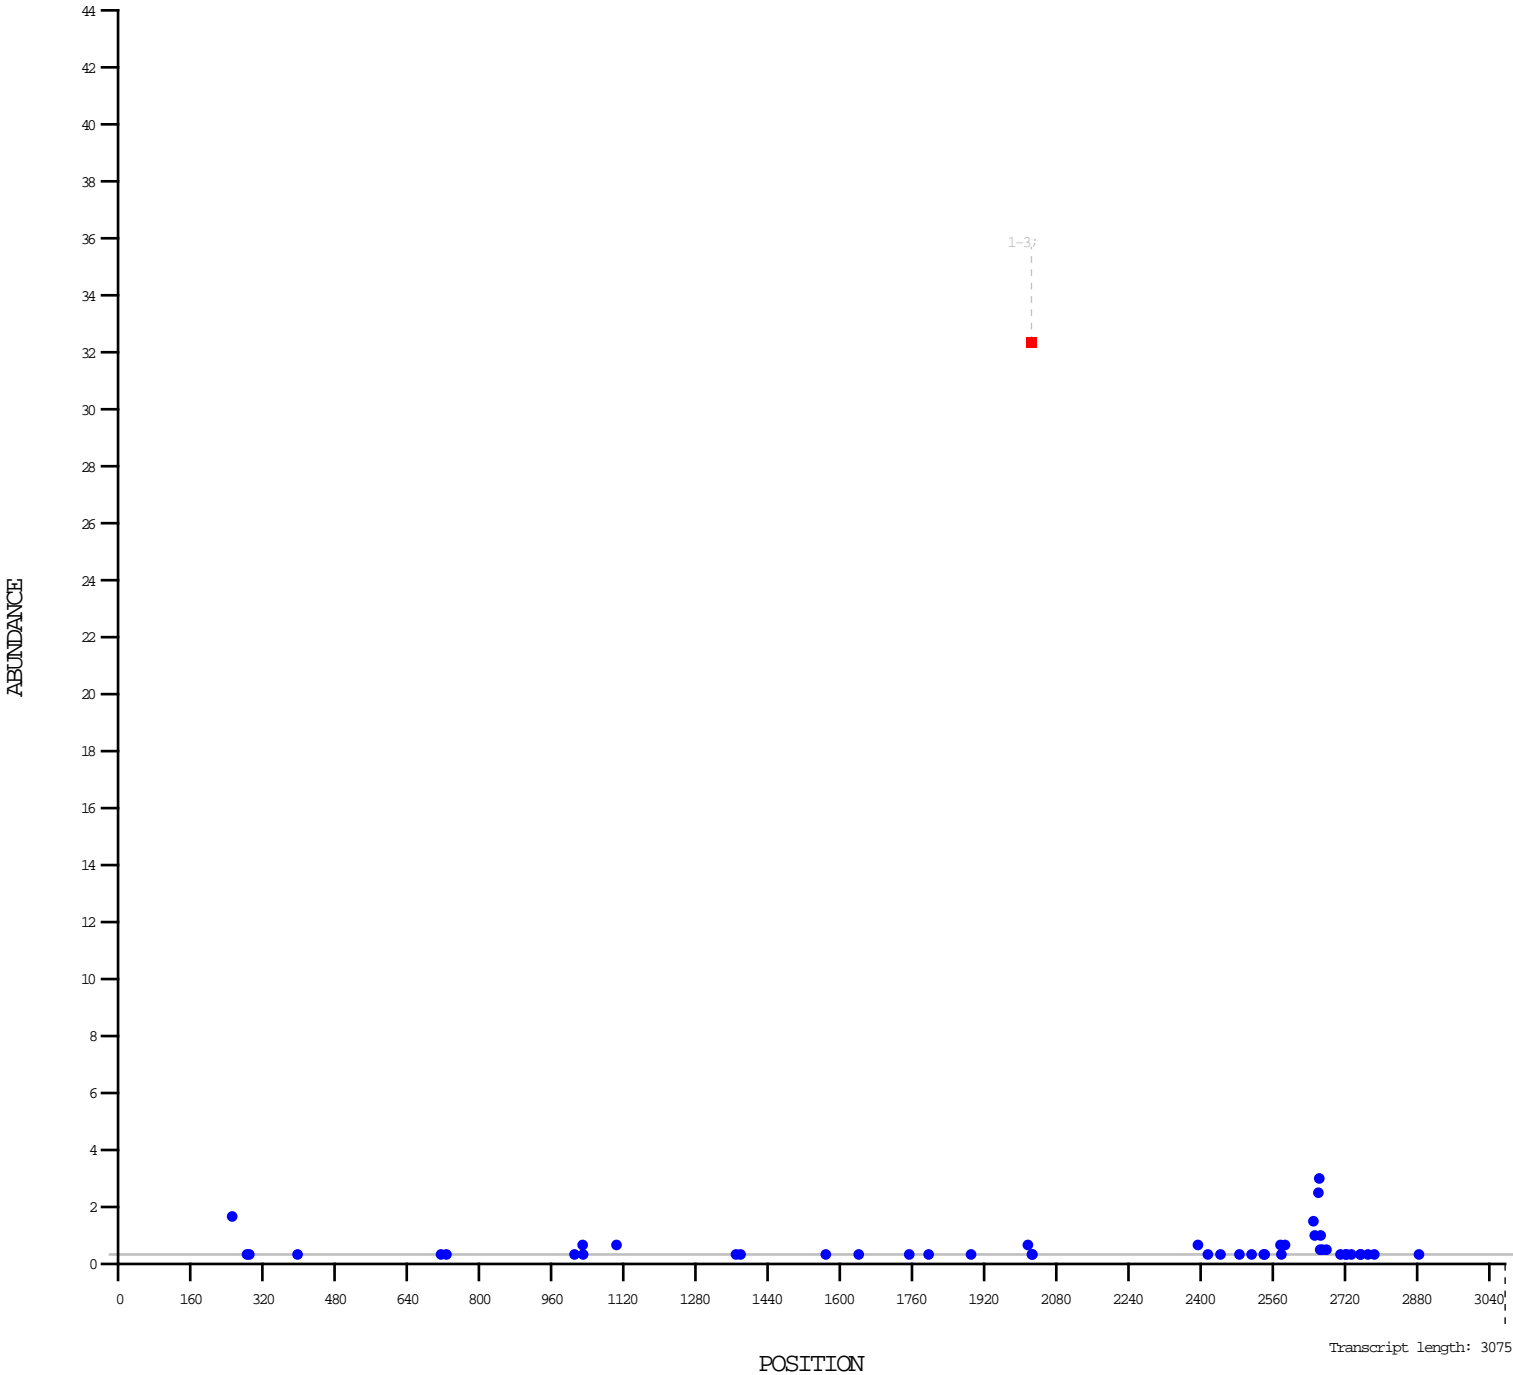

Category: 0 1 2 3 4

Degradome alignment: ● Median: —

■ 0 #1 Position:2025 Abundance: 32.33(deg) 1(sRNA)  
5' TGCCTGGCTCCCTGTATGCCA 3' ID:  
3' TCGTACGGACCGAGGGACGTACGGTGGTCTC 5' p-value: 0.0

■ 0 #2 Position:2025 Abundance: 32.33(deg) 1(sRNA)  
5' TGCCTGGCTCCCTGTATGCCG 3' ID:  
3' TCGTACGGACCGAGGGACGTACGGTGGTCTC 5' p-value: 0.0

■ 0 #3 Position:2025 Abundance: 32.33(deg) 1(sRNA)  
5' TGCCTGGCTCCCTGTATGCCT 3' ID:  
3' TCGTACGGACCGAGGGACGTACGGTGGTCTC 5' p-value: 0.0

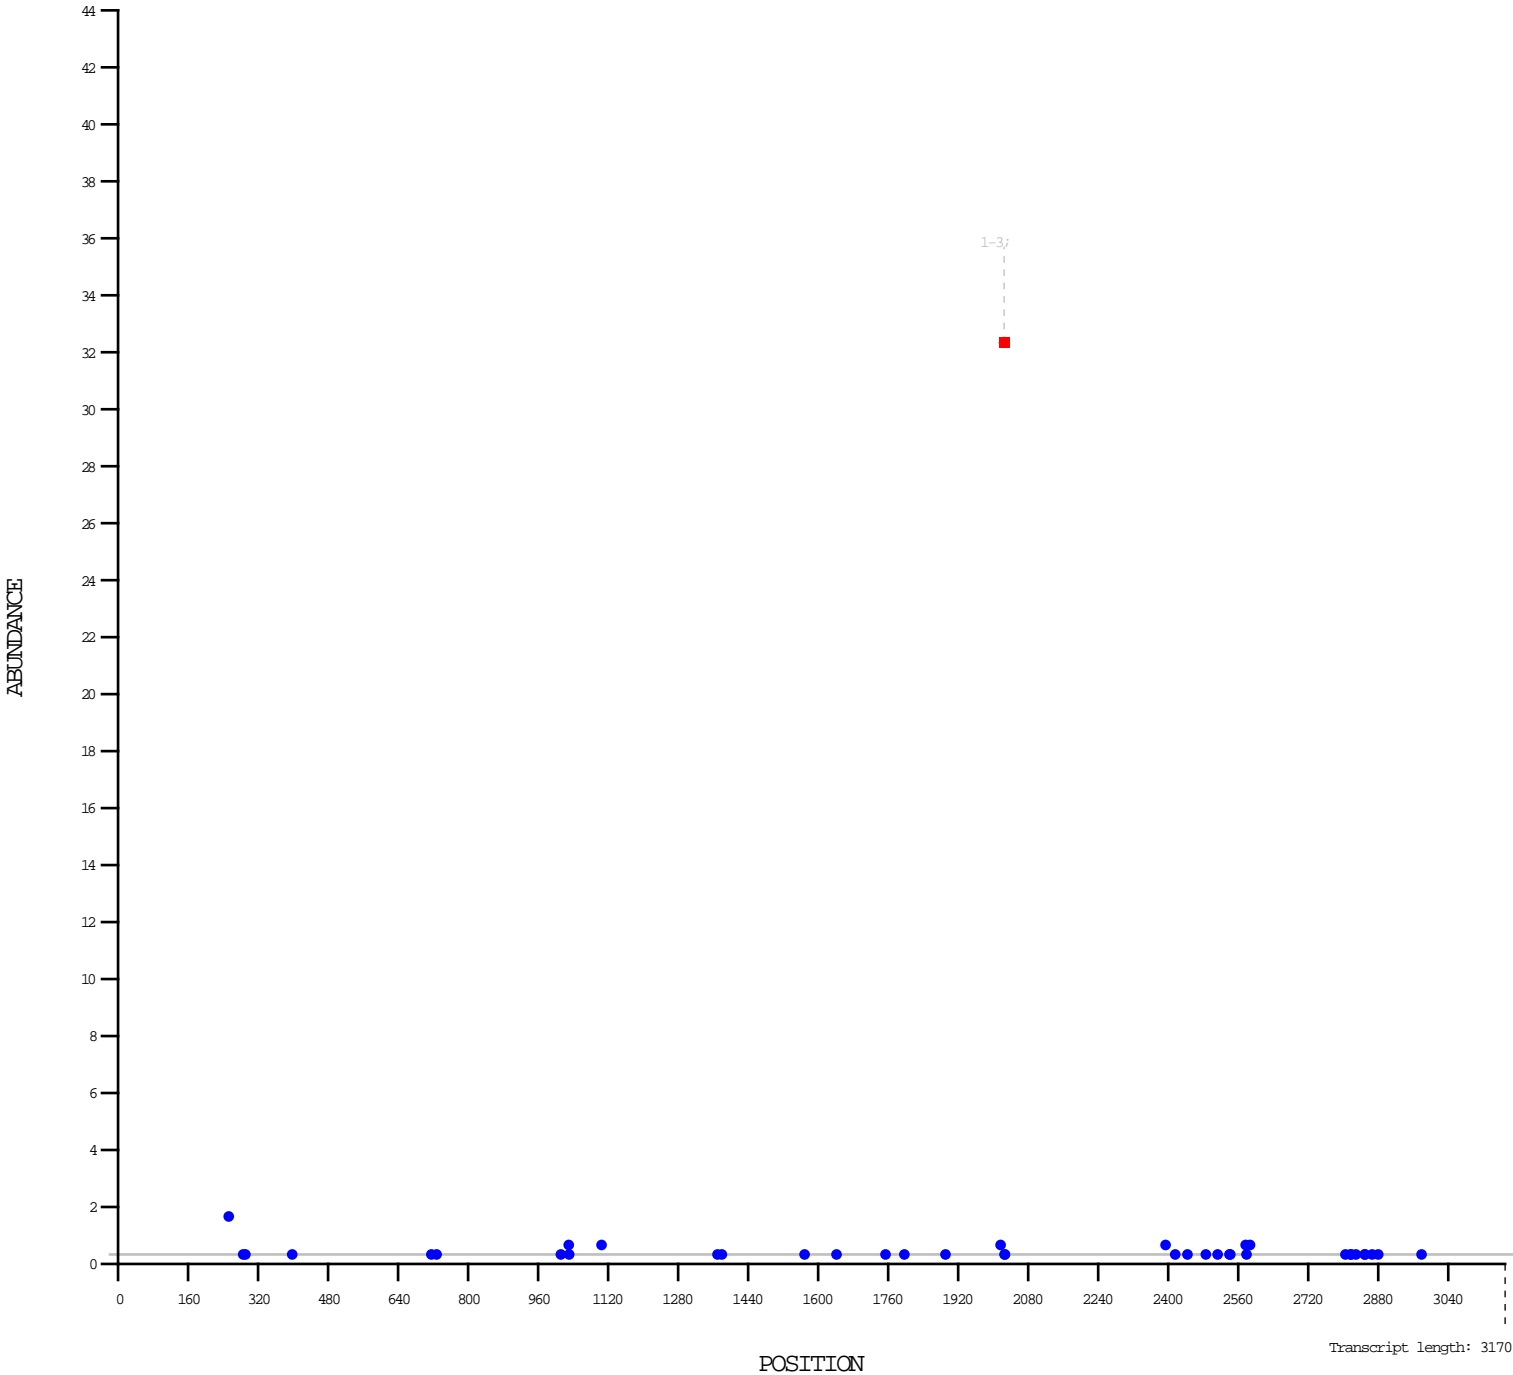

Category: 0 1 2 3 4

Degradome alignment: ● Median: —

■ 0 #1

Position:2025 Abundance: 32.33(deg) 1(sRNA)

5' TGCCTGGCTCCCTGTATGCCA 3' ID:

3' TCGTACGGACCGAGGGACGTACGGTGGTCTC 5' p-value: 0.0

■ 0 #2

Position:2025 Abundance: 32.33(deg) 1(sRNA)

5' TGCCTGGCTCCCTGTATGCCG 3' ID:

3' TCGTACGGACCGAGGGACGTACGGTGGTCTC 5' p-value: 0.0

■ 0 #3

Position:2025 Abundance: 32.33(deg) 1(sRNA)

5' TGCCTGGCTCCCTGTATGCCT 3' ID:

3' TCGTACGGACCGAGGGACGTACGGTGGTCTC 5' p-value: 0.0

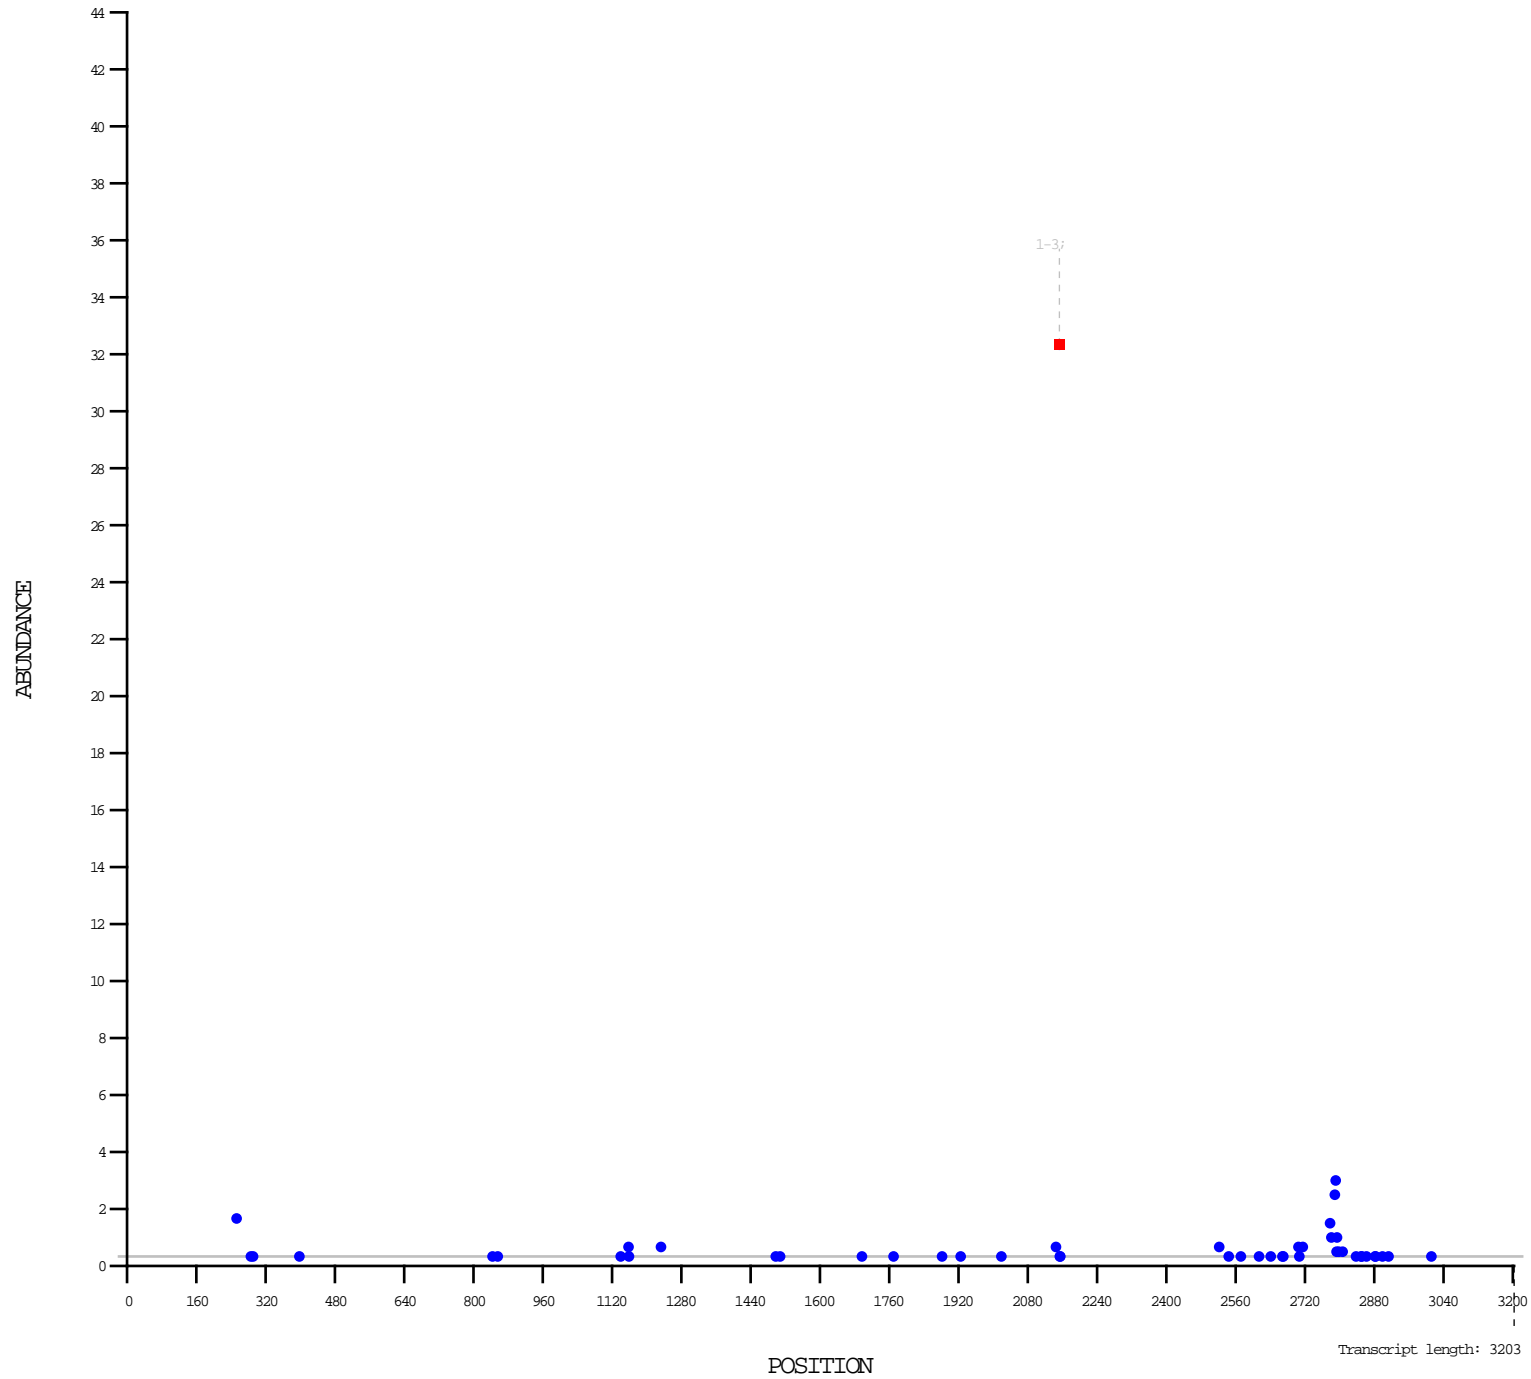

Category: 0 1 2 3 4  
Degradome alignment: ● Median: —

■ 0 #1 Position:2153 Abundance: 32.33(deg) 1(sRNA)  
5' TGCCTGGCTCCCTGTATGCCA 3' ID:  
3' TCGTACGGACCGAGGGACGTACGGTCTCTC 5' p-value: 0.0

■ 0 #2 Position:2153 Abundance: 32.33(deg) 1(sRNA)  
5' TGCCTGGCTCCCTGTATGCCG 3' ID:  
3' TCGTACGGACCGAGGGACGTACGGTCTCTC 5' p-value: 0.0

■ 0 #3 Position:2153 Abundance: 32.33(deg) 1(sRNA)  
5' TGCCTGGCTCCCTGTATGCCT 3' ID:  
3' TCGTACGGACCGAGGGACGTACGGTCTCTC 5' p-value: 0.0

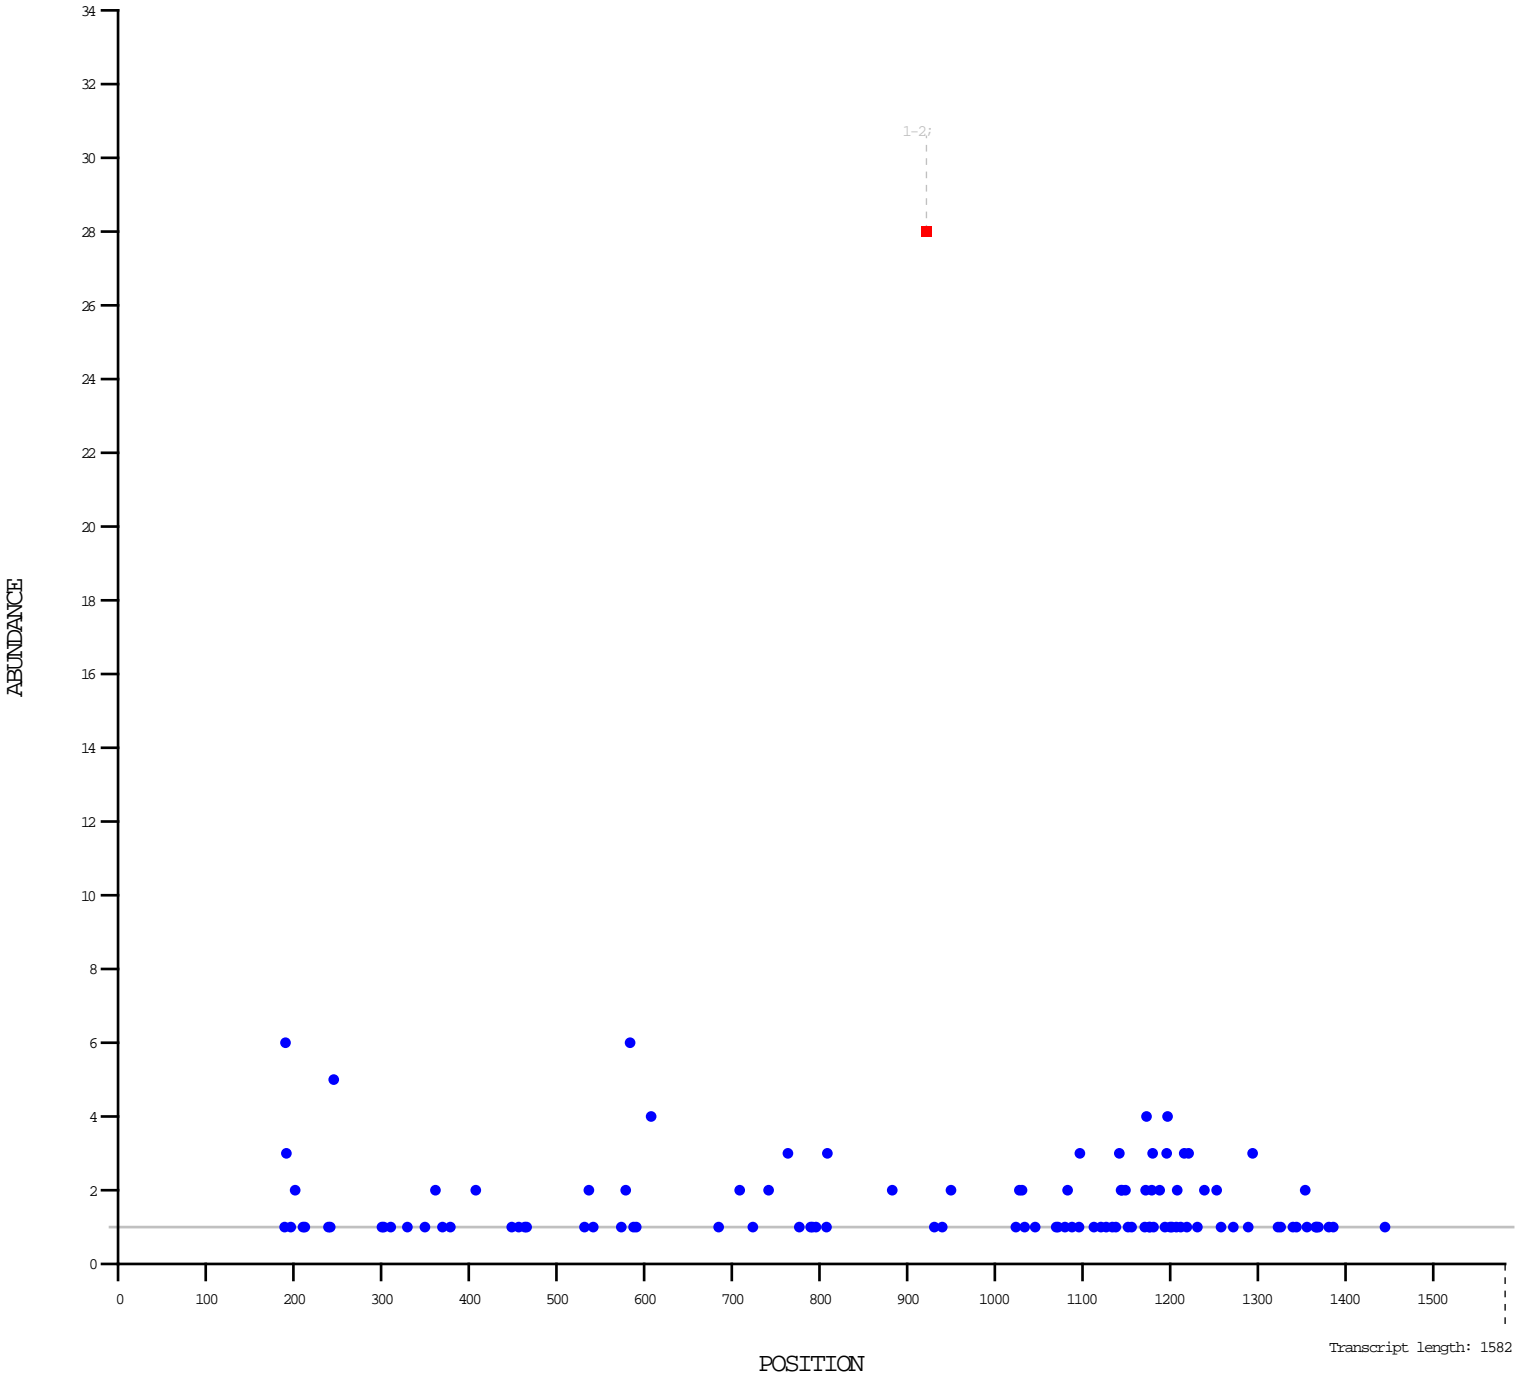

Cs7g15220.1 gene=Cs7g15220 CDS=1-999

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ 0 #1 Position:377 Abundance: 25.00(deg) 1(sRNA)  
5' TTTCAC-GCTTTCTGAGCT 3' ID:  
Score: 2.0  
3' ACTAAGGTTGTCGAAGAACTTGCACAGCGC 5' p-value: 0.0

■ 0 #2 Position:377 Abundance: 25.00(deg) 1(sRNA)  
5' TTTCAC-GCTTTCTGAGCT 3' ID:  
Score: 2.0  
3' ACTAAGGTTGTCGAAGAACTTGCACAGCGC 5' p-value: 0.0

Cs1g03640.1 gene=Cs1g03640 CDS=825-1994

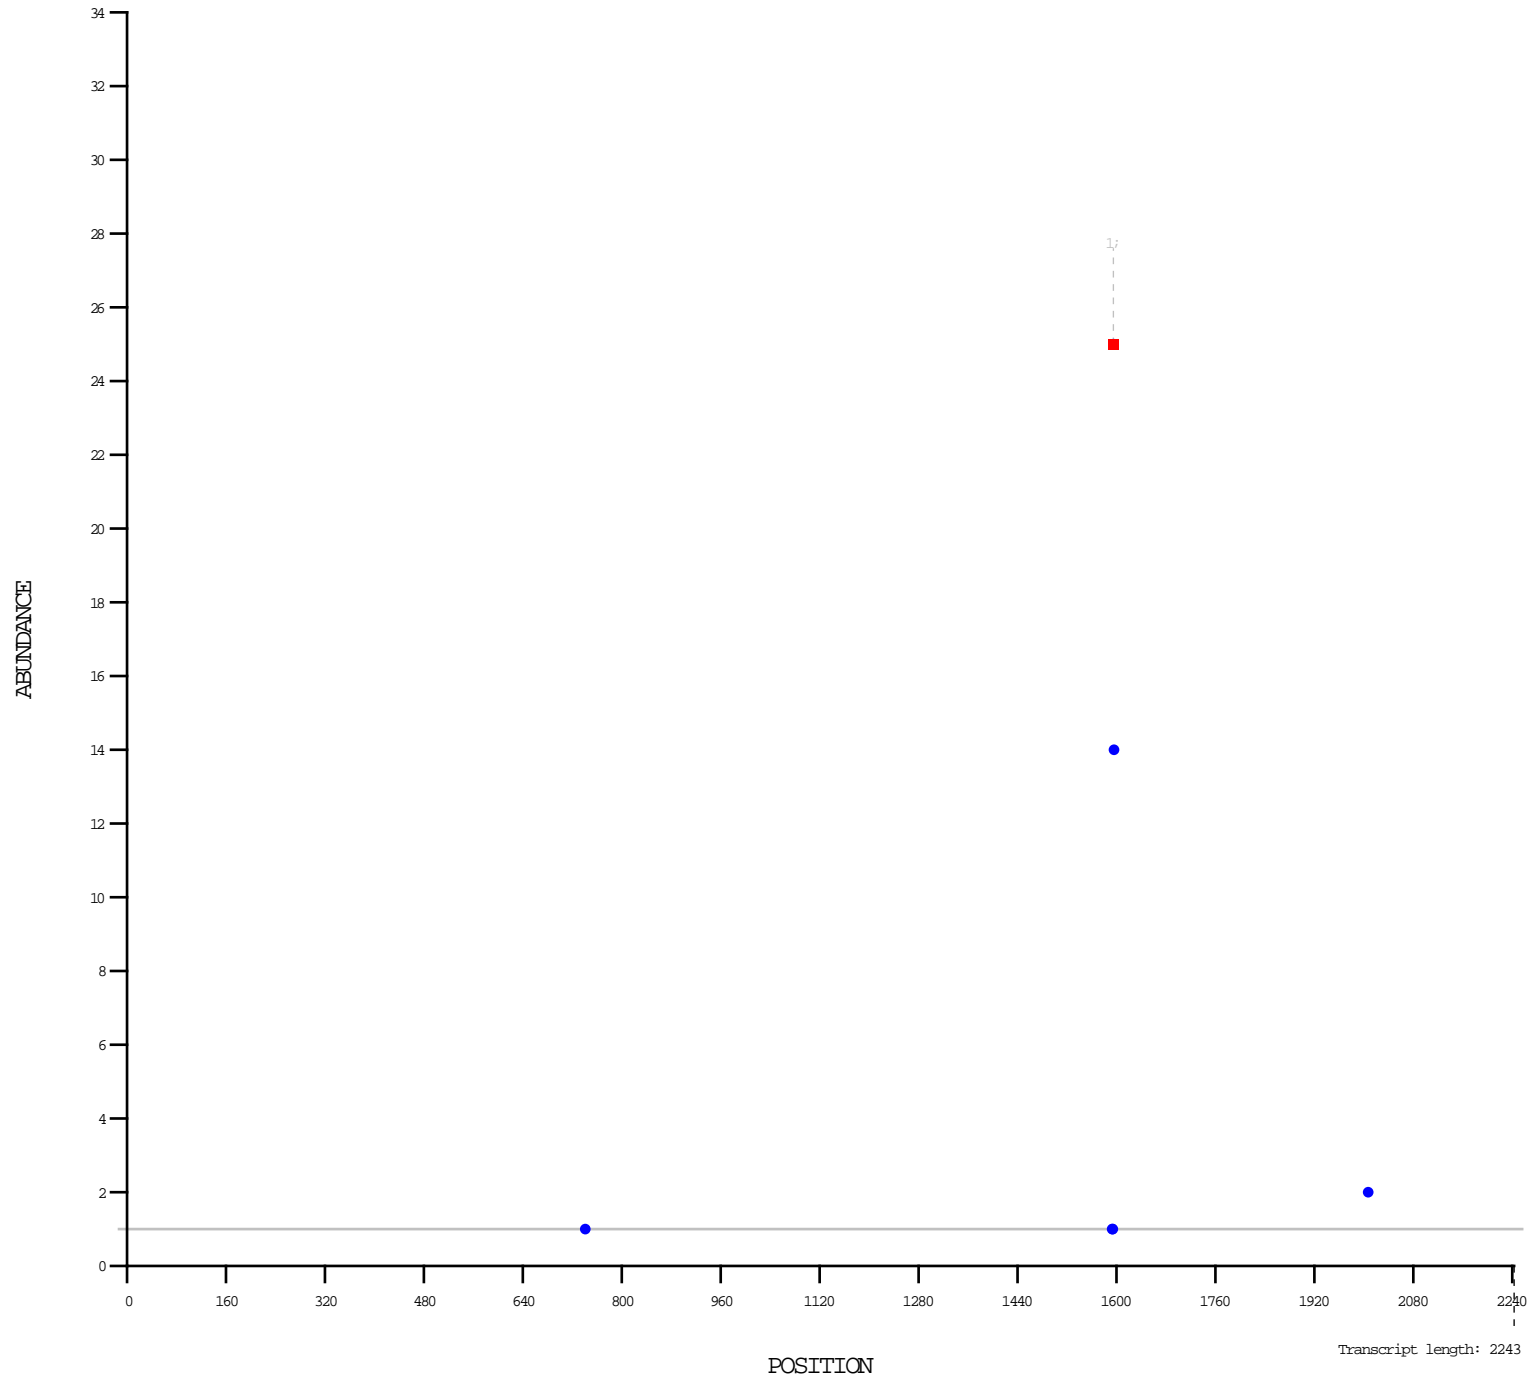

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4  
 Degradome alignment: ● Median: —

■ 0 #1 Position:1595 Abundance: 25.00(deg) 1(sRNA)  
 5' TGA CAG CAG CAG CAG CAC 3' ID:  
 3' AAC TAC TGT CTT CTT CTT CTT GCG CAG GAC AA 5' Score: 1.0  
 p-value: 0.0

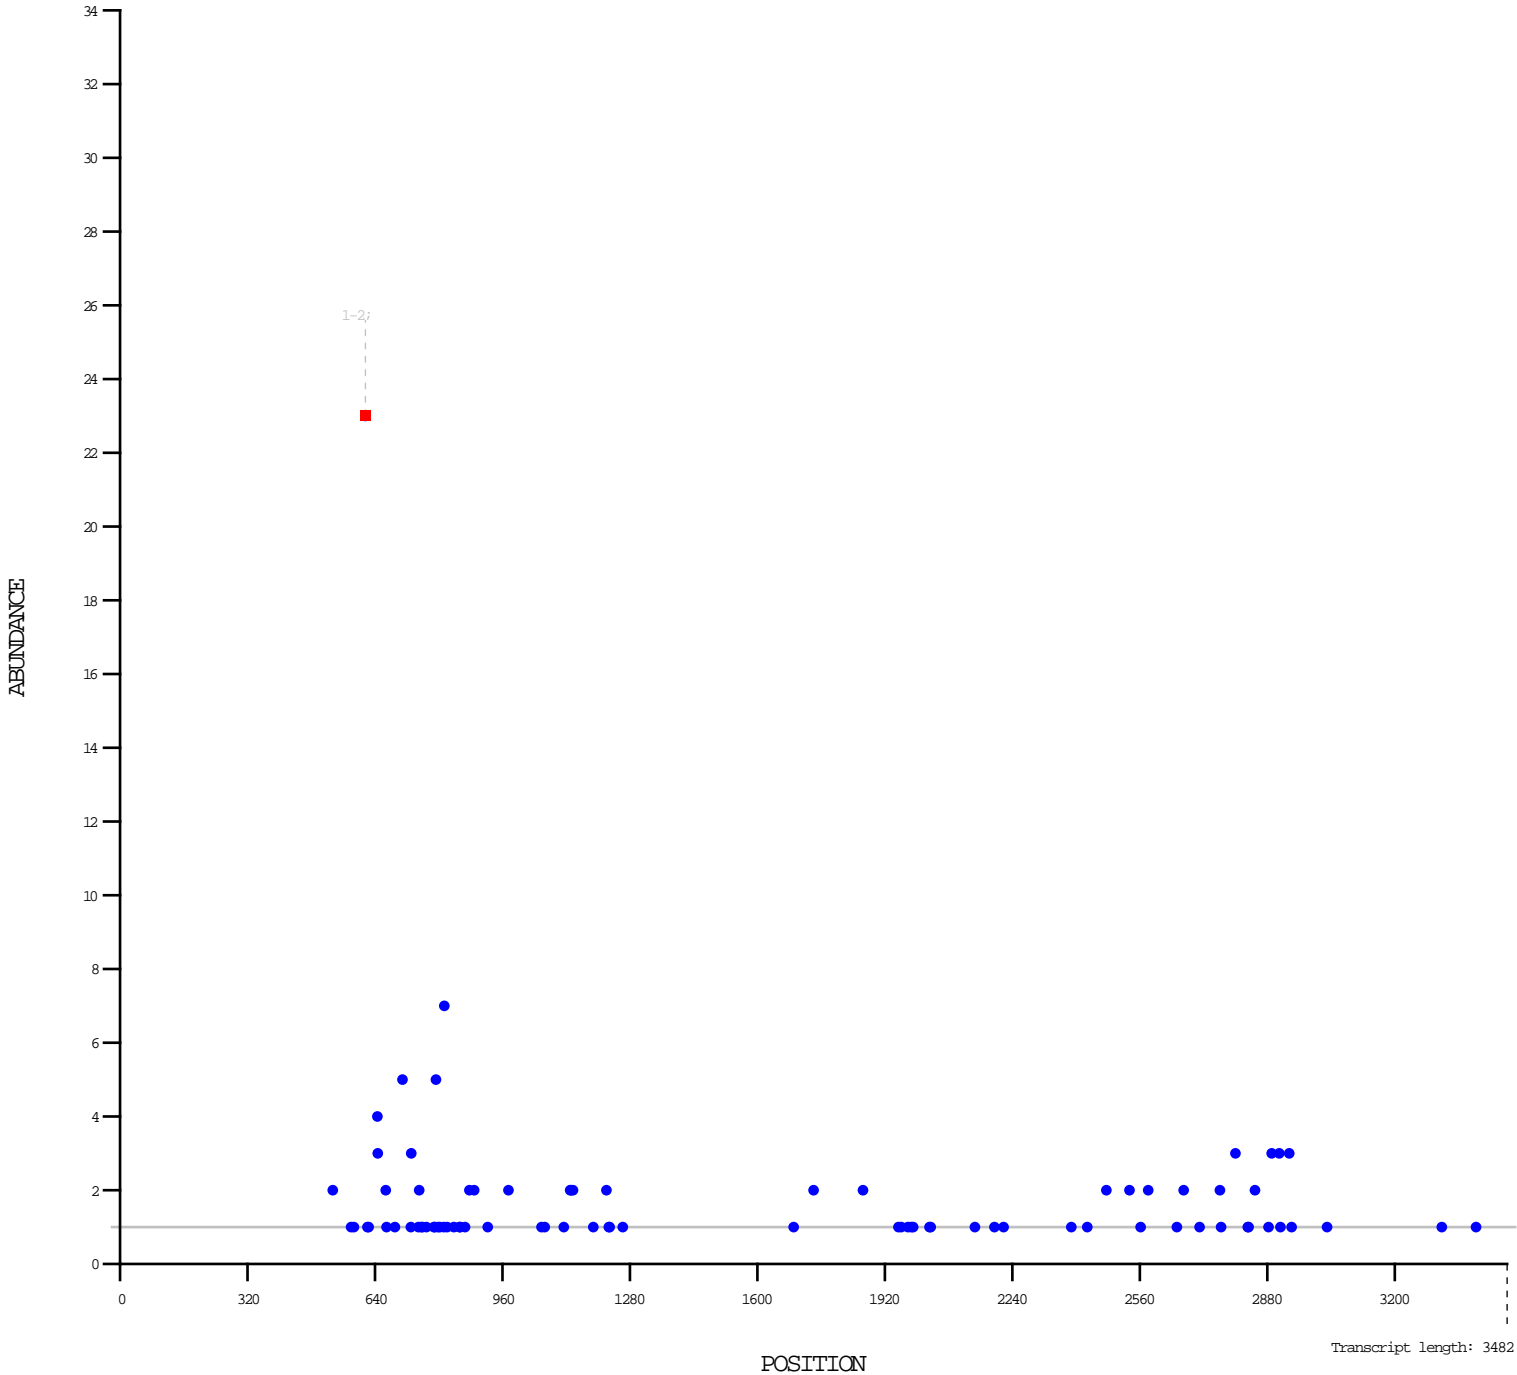

Category: 0 1 2 3 4

Degradome alignment: ● Median: —

■ 0 #1 Position:616 Abundance: 23.00(deg) 1(sRNA)  
5' TCCTACCTATGCCACCATTC 3' ID:  
3' TATCAGAAAGGATAGGTGGGTAGGGGTGTA 5' p-value: 0.0

■ 0 #2 Position:616 Abundance: 23.00(deg) 1(sRNA)  
5' TCCTACCTATGCCACCATTC 3' ID:  
3' TATCAGAAAGGATAGGTGGGTAGGGGTGTA 5' p-value: 0.0

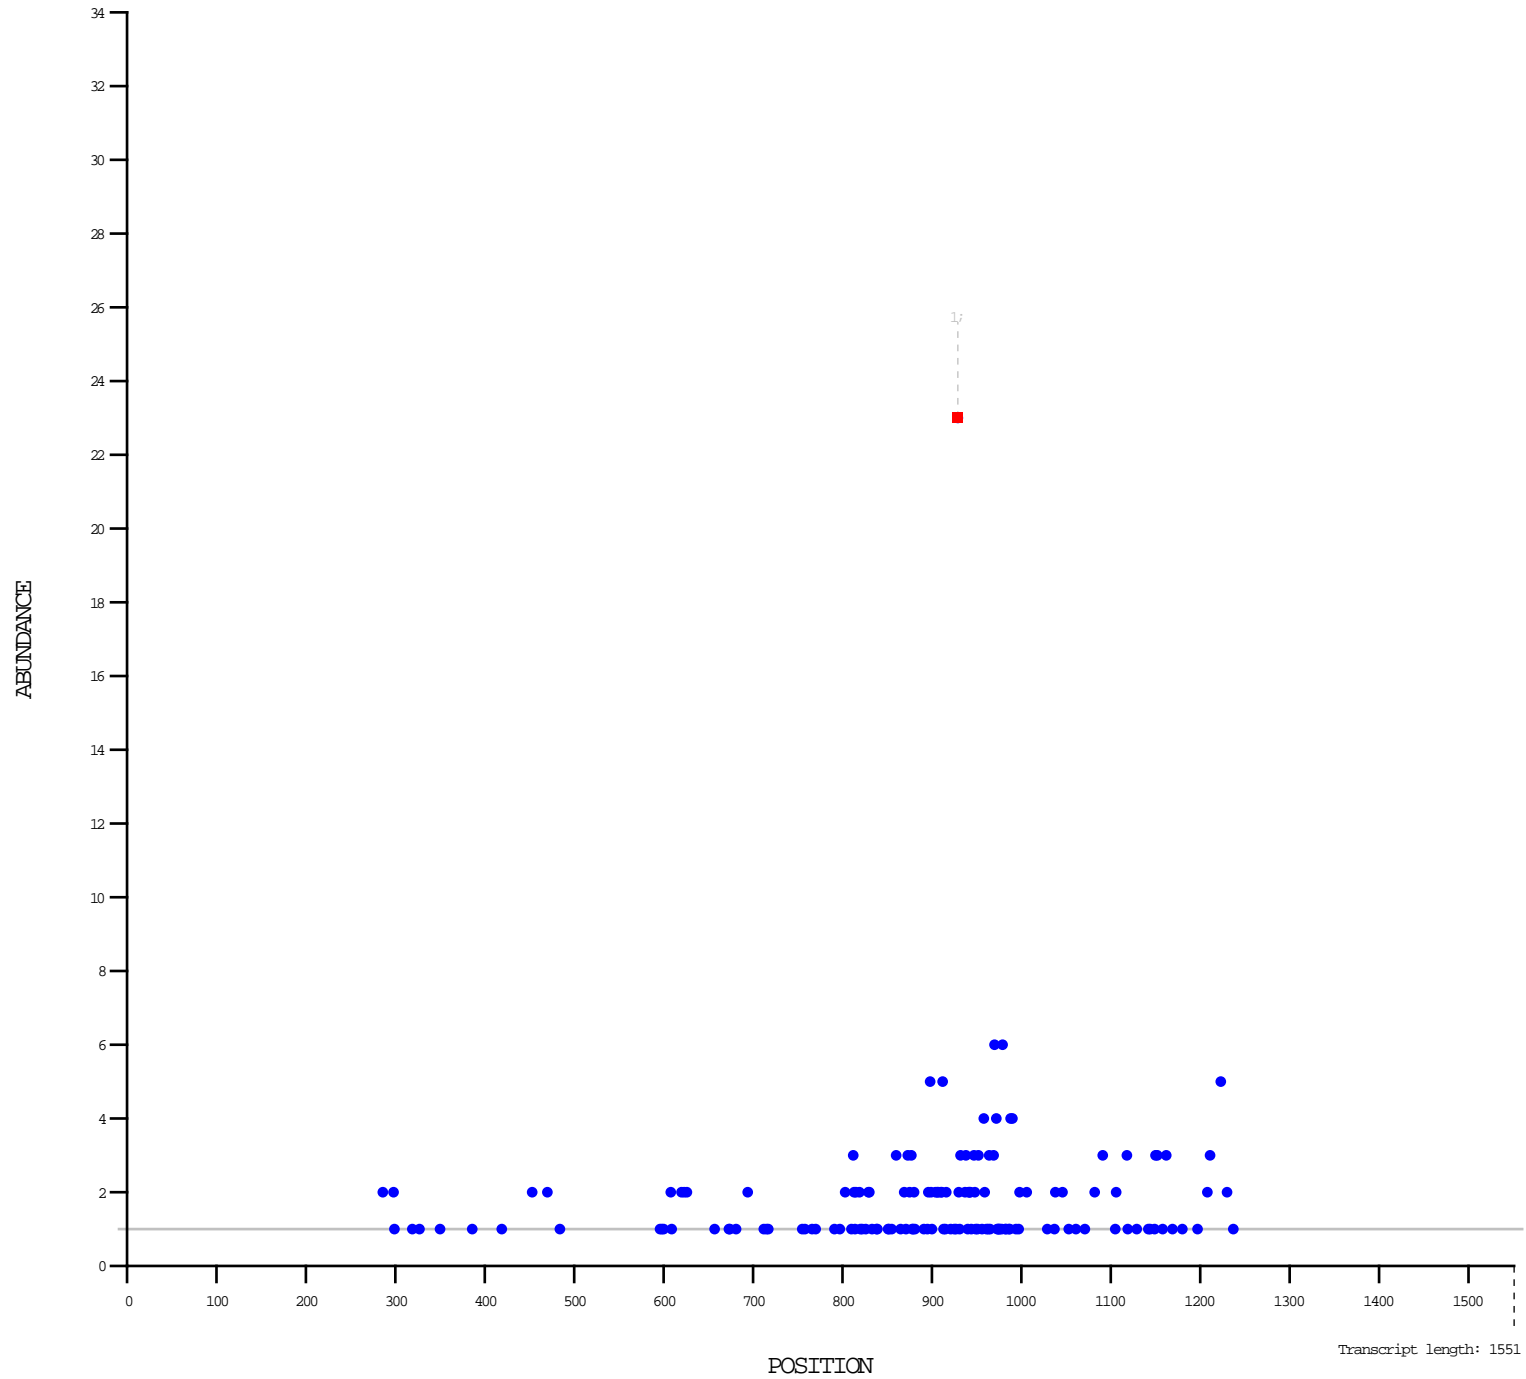

Category: 0 1 2 3 4  
 Degradome alignment: ● Median: —

■ 0 #1 Position:929 Abundance: 23.00(deg) 1(sRNA)  
 5' TTGGATTGAGGGAGCTCTA 3' ID:  
 3' TCGAGACCTAACCTCTCTGAGATATGGTAA 5' p-value: 0.0

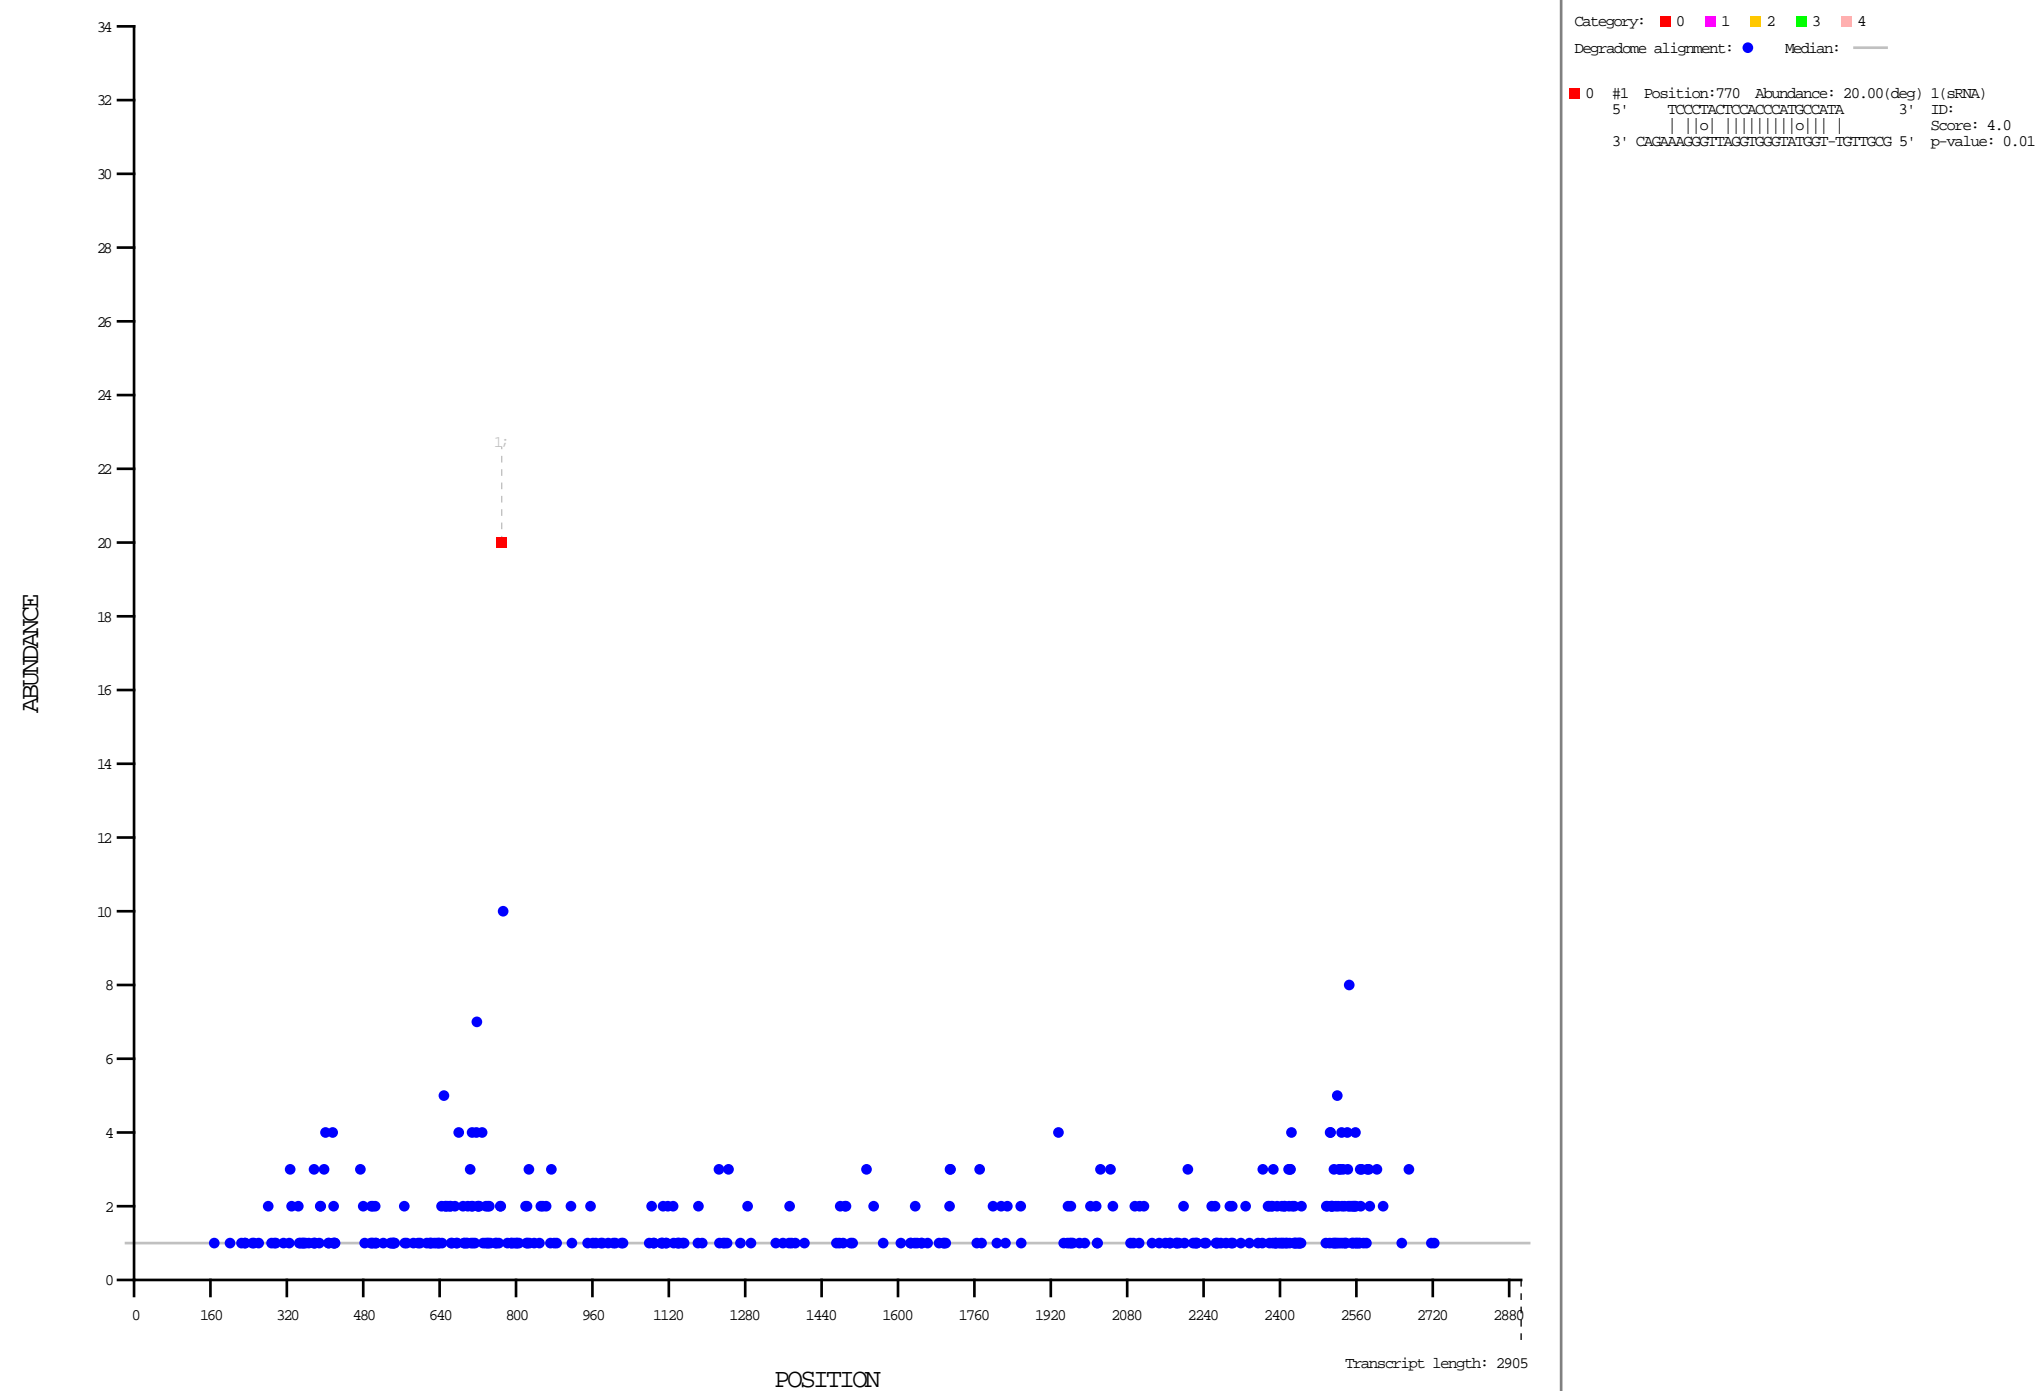

Cs6g07450.1 gene=Cs6g07450 CDS=204-1913

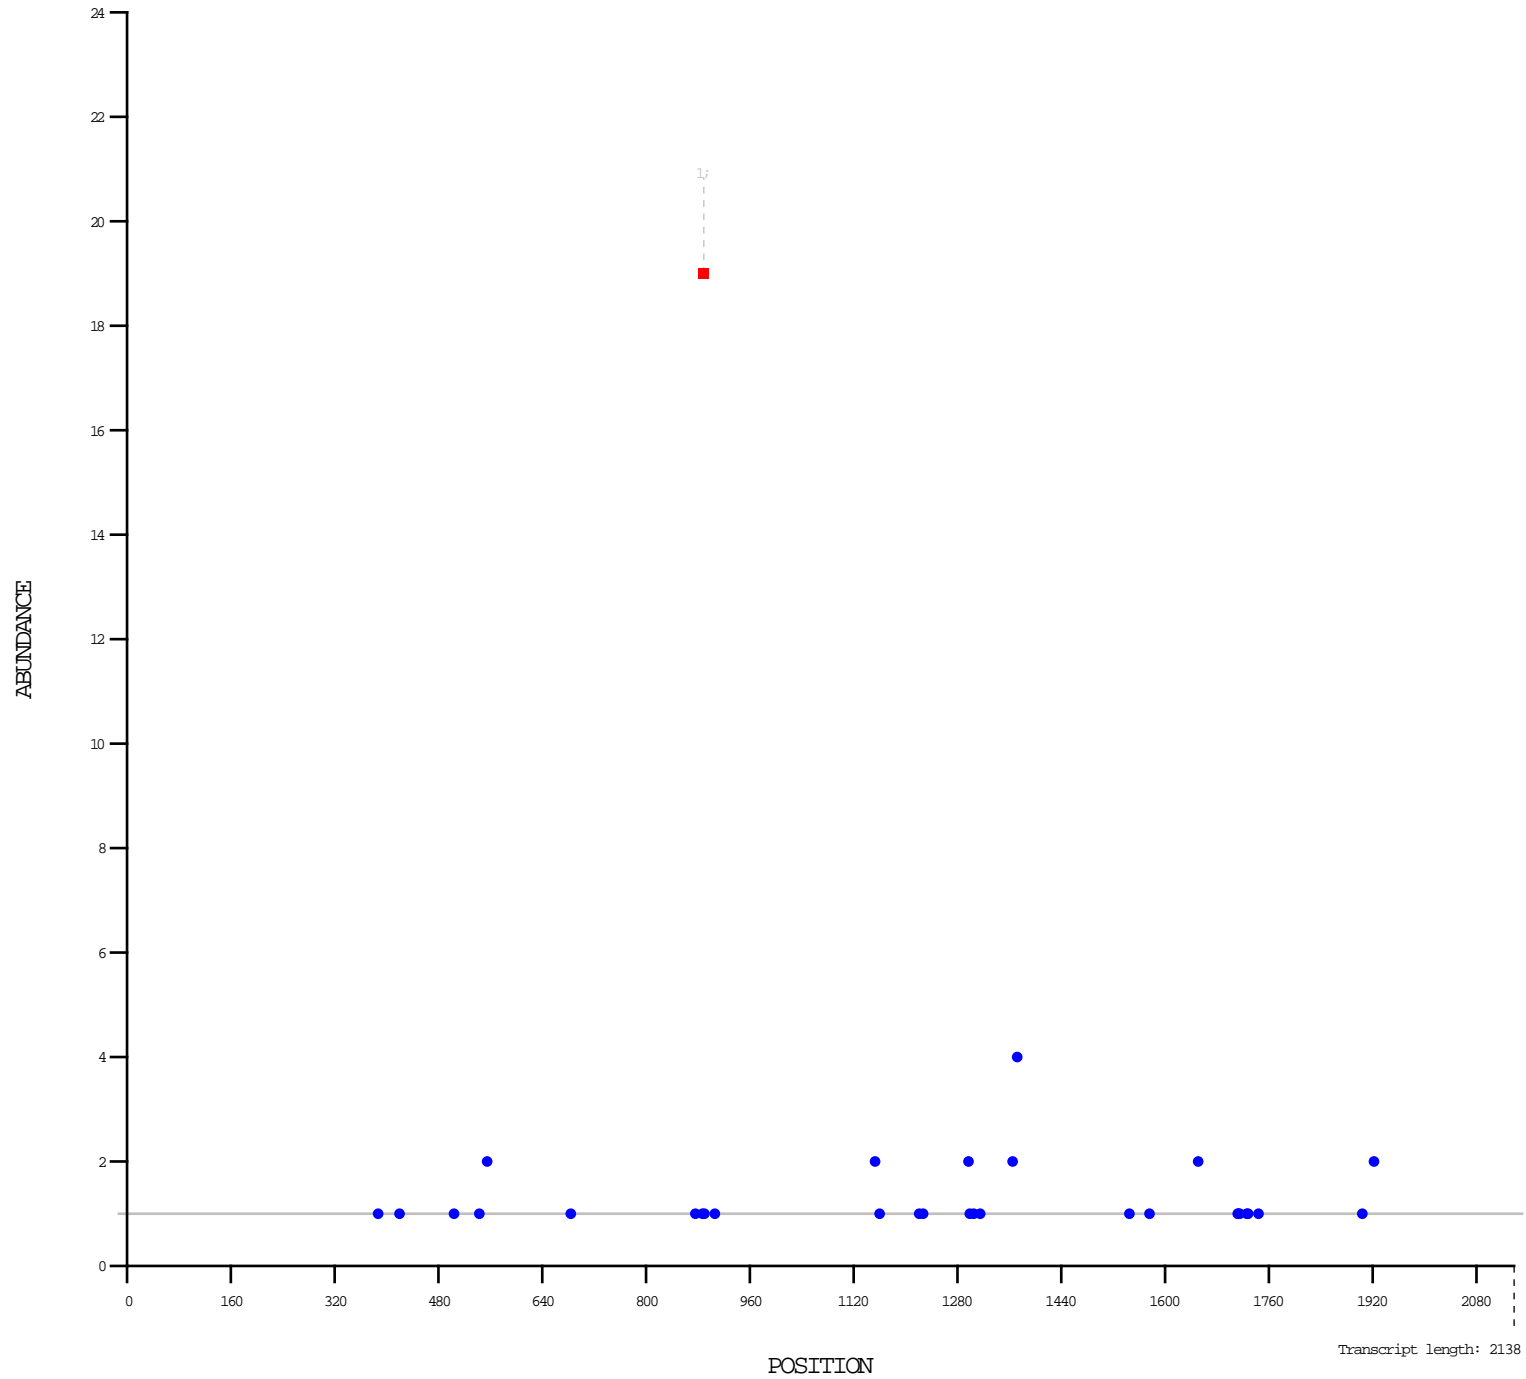

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4  
 Degradome alignment: ● Median: —

■ 0 #1 Position:889 Abundance: 19.00(deg) 1(sRNA)  
5' TCATTGAGTGCAGGTTGATG 3' ID:  
3' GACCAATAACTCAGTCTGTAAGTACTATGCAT 5' p-value: 0.0

Cs3g12340.1 gene=Cs3g12340 CDS=1-4731

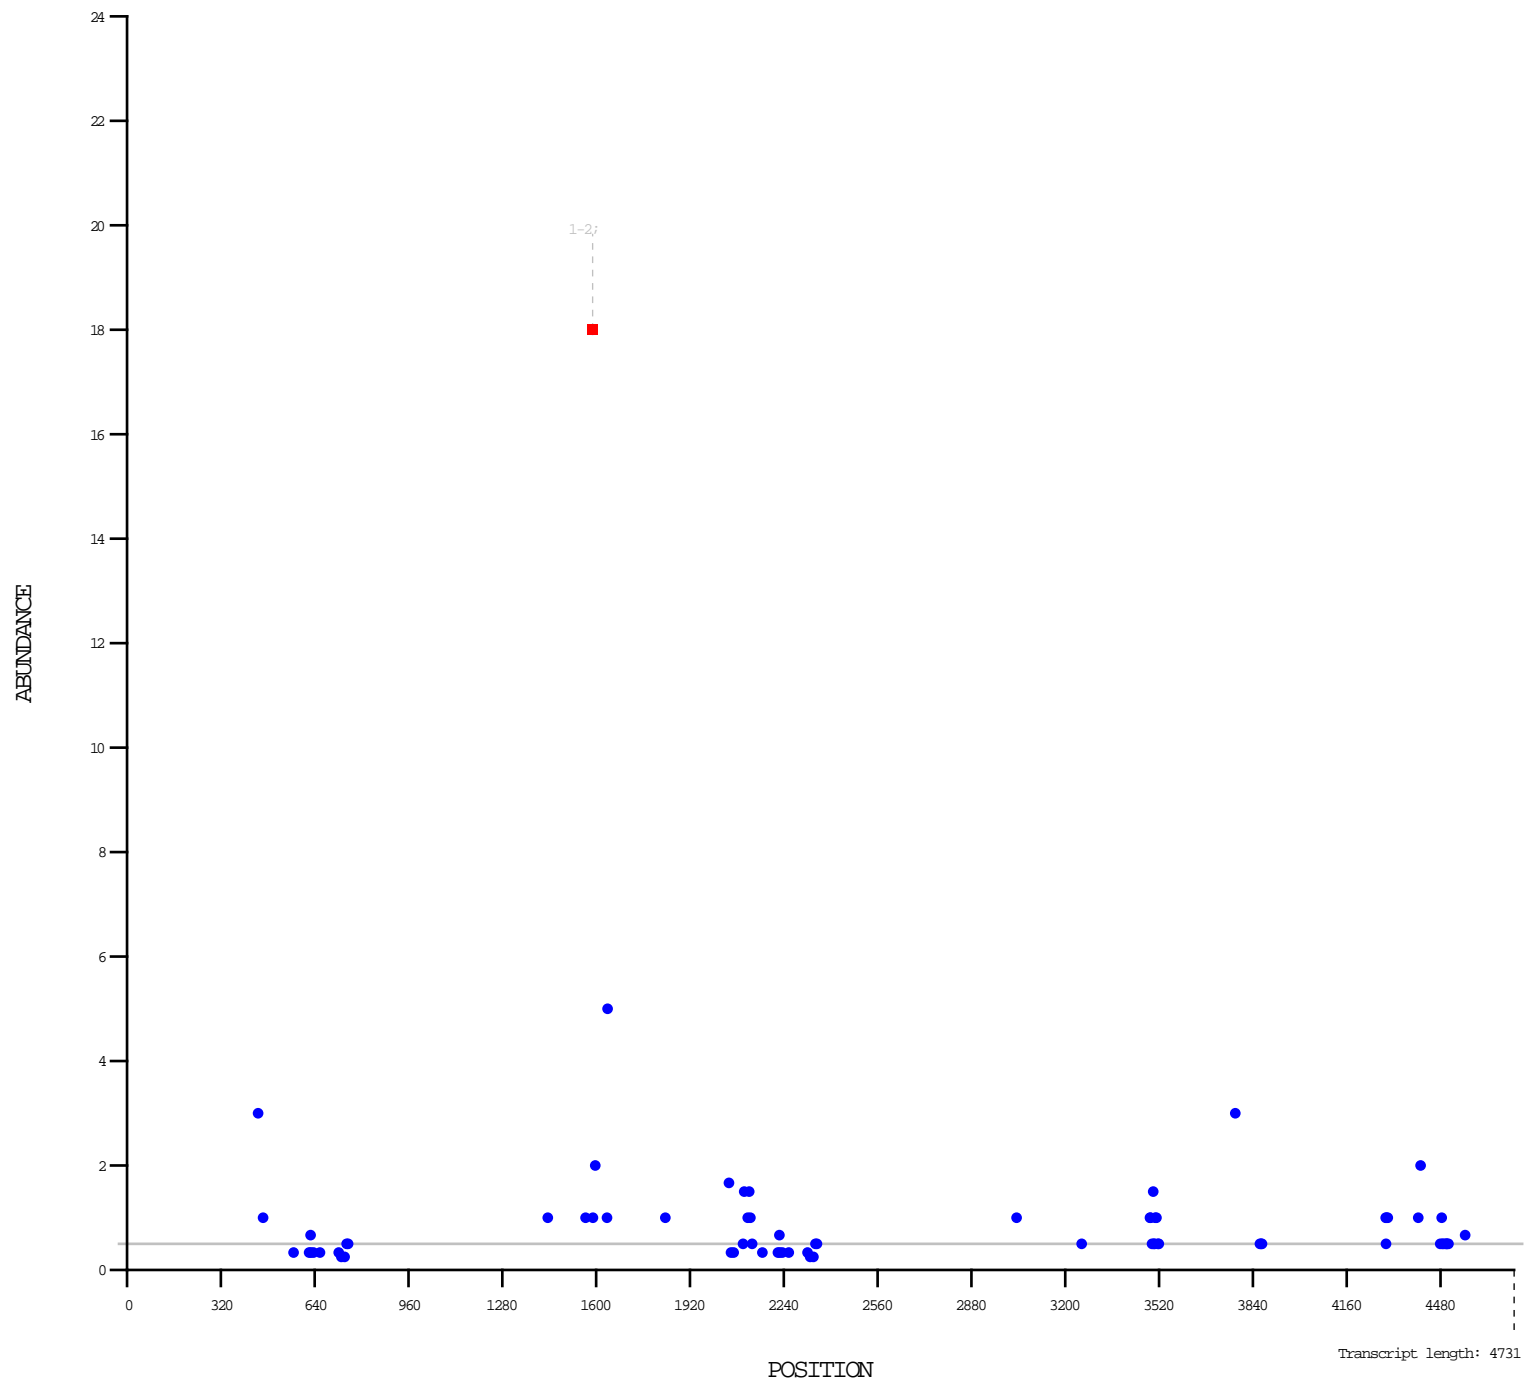

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ 0 #1 Position:1588 Abundance: 18.00(deg) 1(sRNA)  
5' TCTTACCATAGTGCACCAATTC 3' ID:  
TCTTACCATAGTGCACCAATTC |o|  
Score: 2.5  
3' CACACGAAGGTTAGGTGGTATGGGCATGTG 5' p-value: 0.0

■ 0 #2 Position:1588 Abundance: 18.00(deg) 1(sRNA)  
5' TCTTACCATAGTGCACCAATTC 3' ID:  
TCTTACCATAGTGCACCAATTC |o|  
Score: 3.5  
3' CACACGAAGGTTAGGTGGTATGGGCATGTG 5' p-value: 0.0

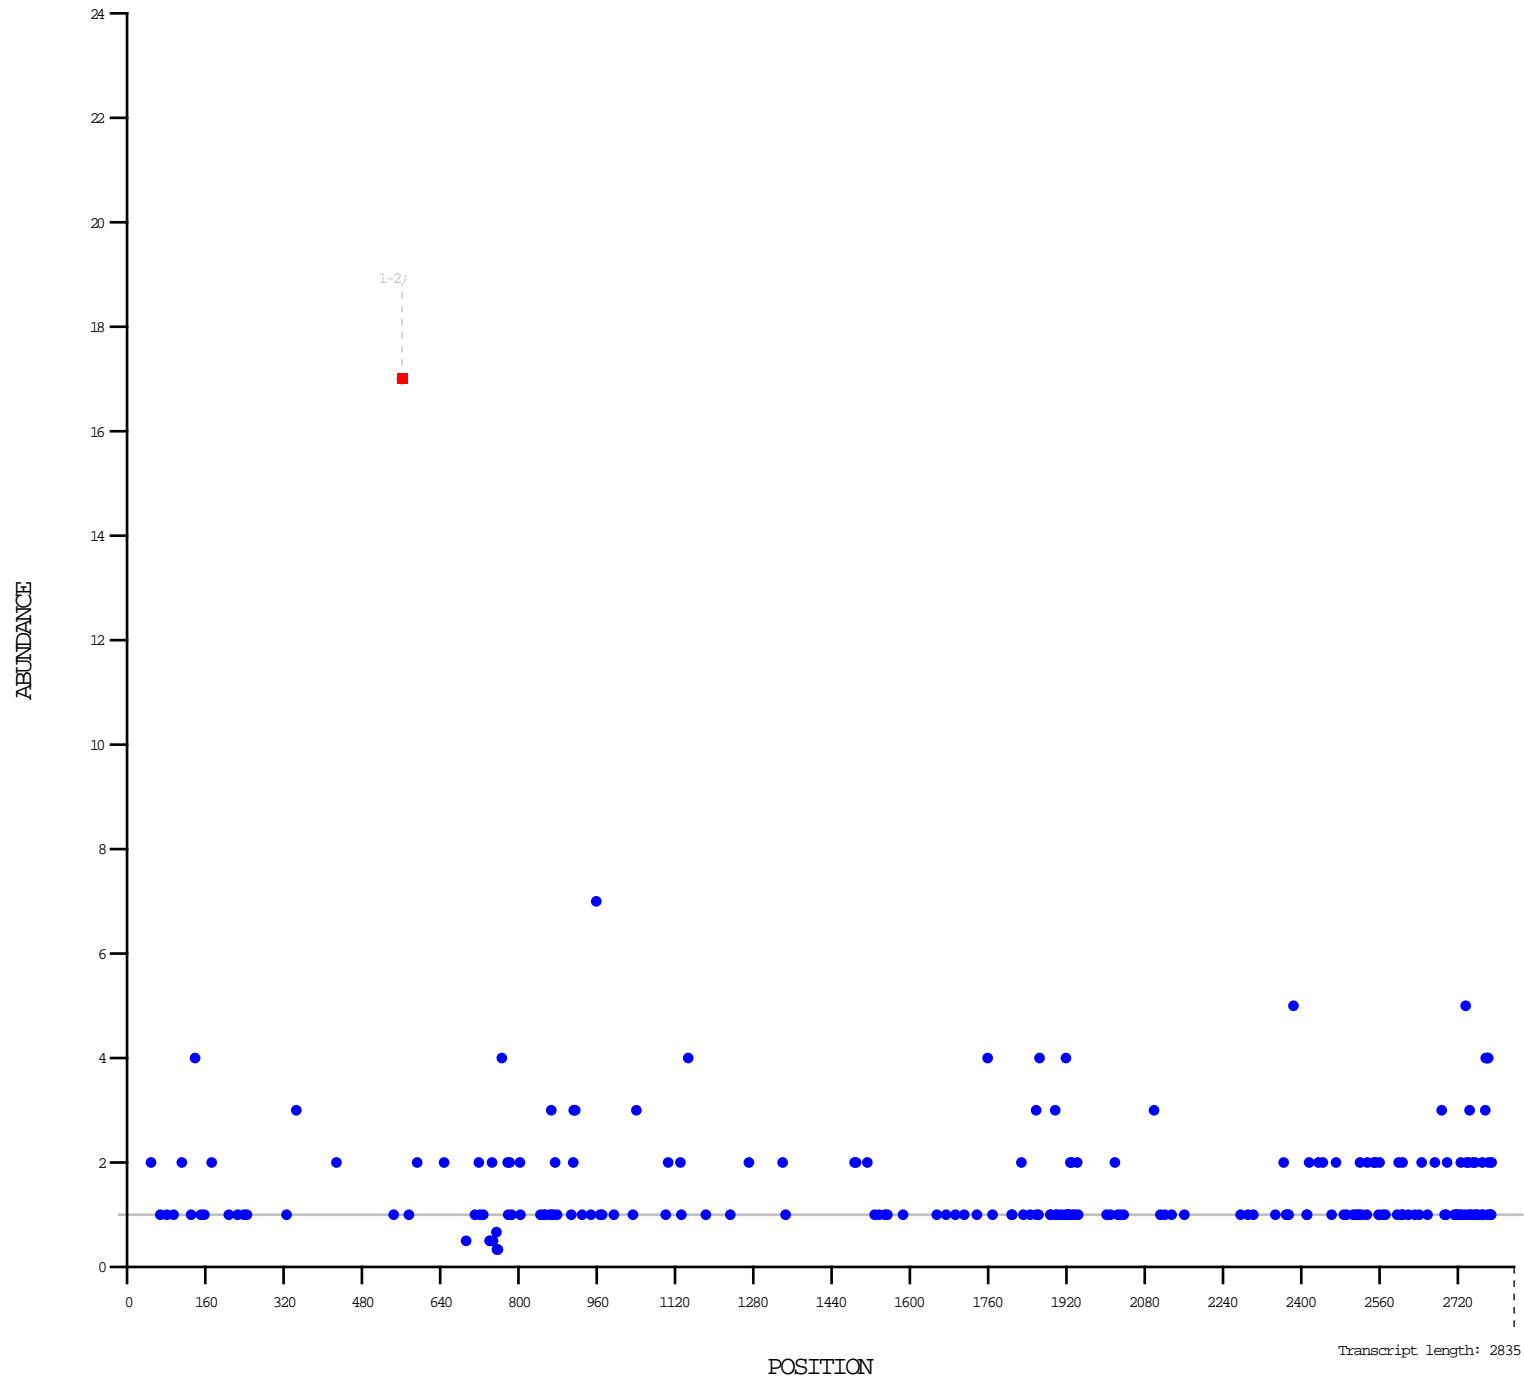

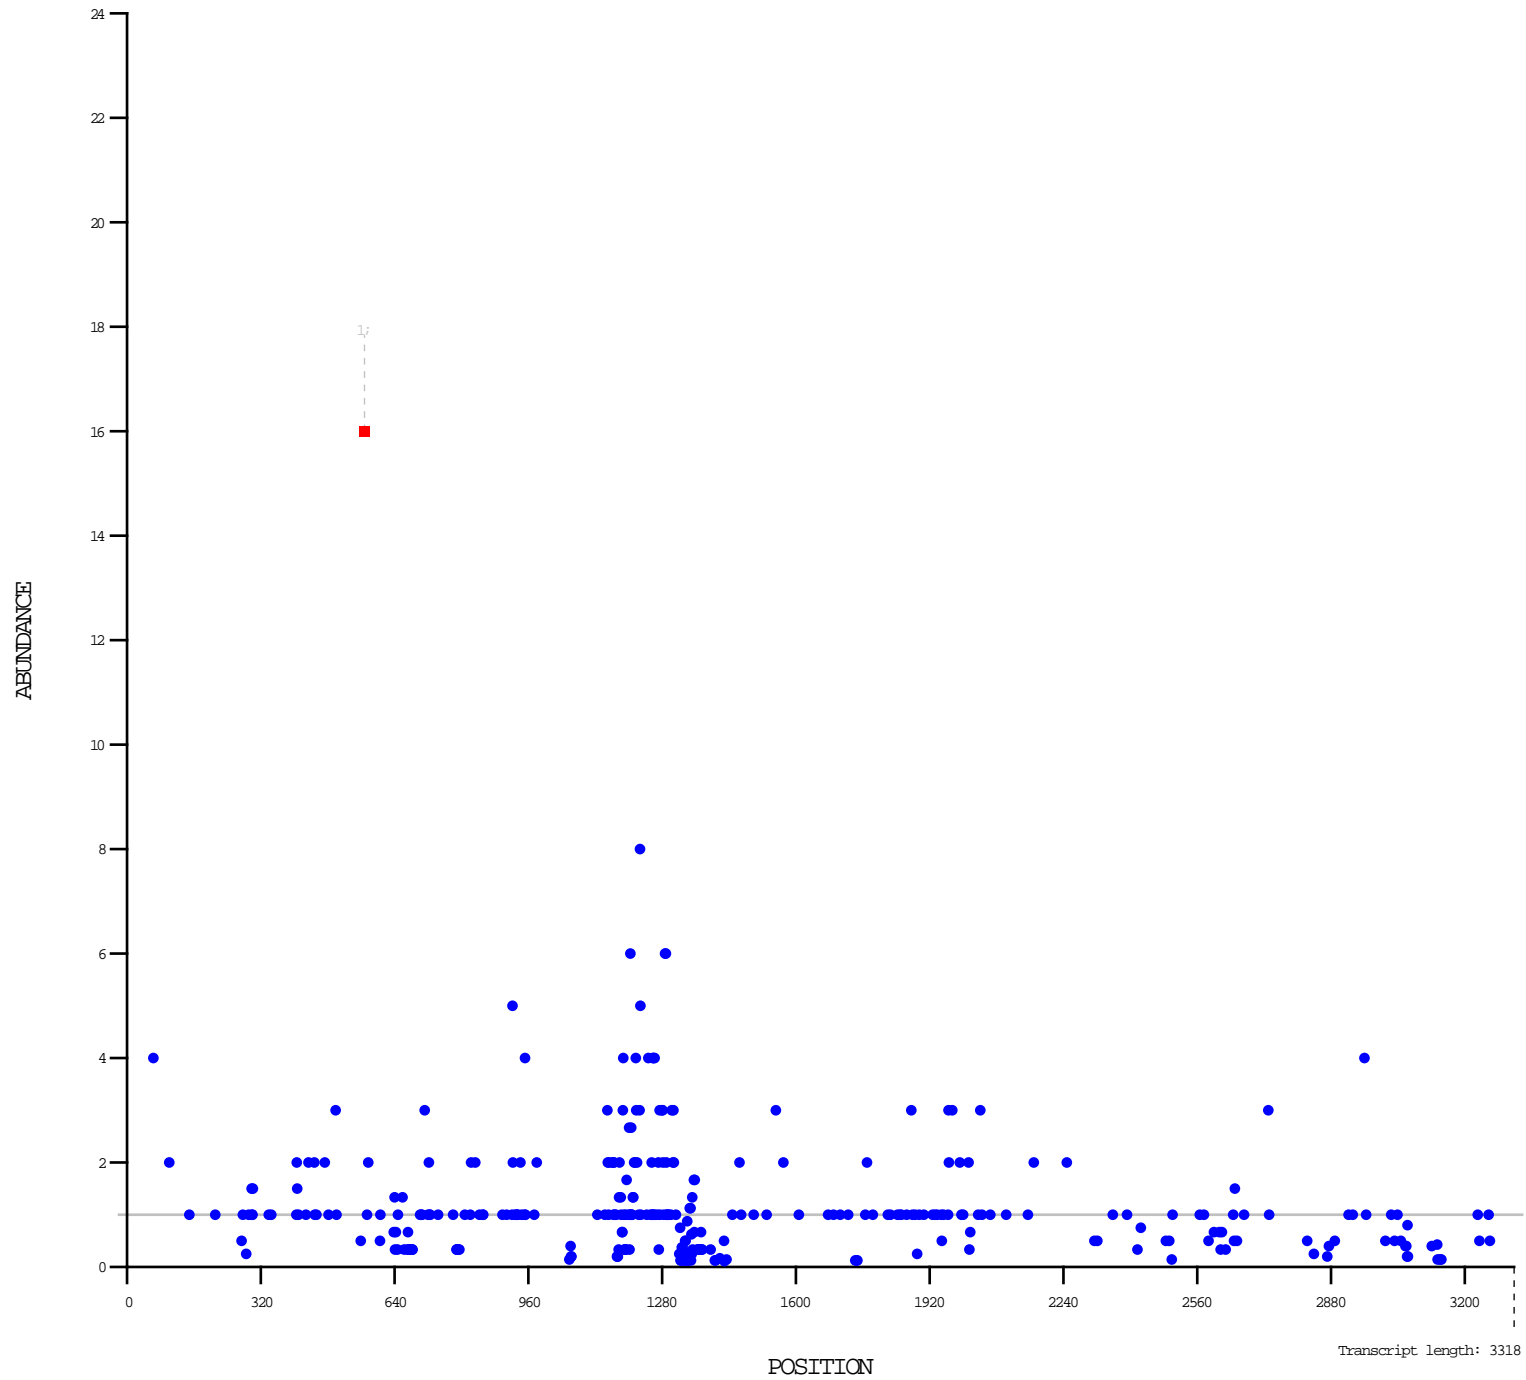

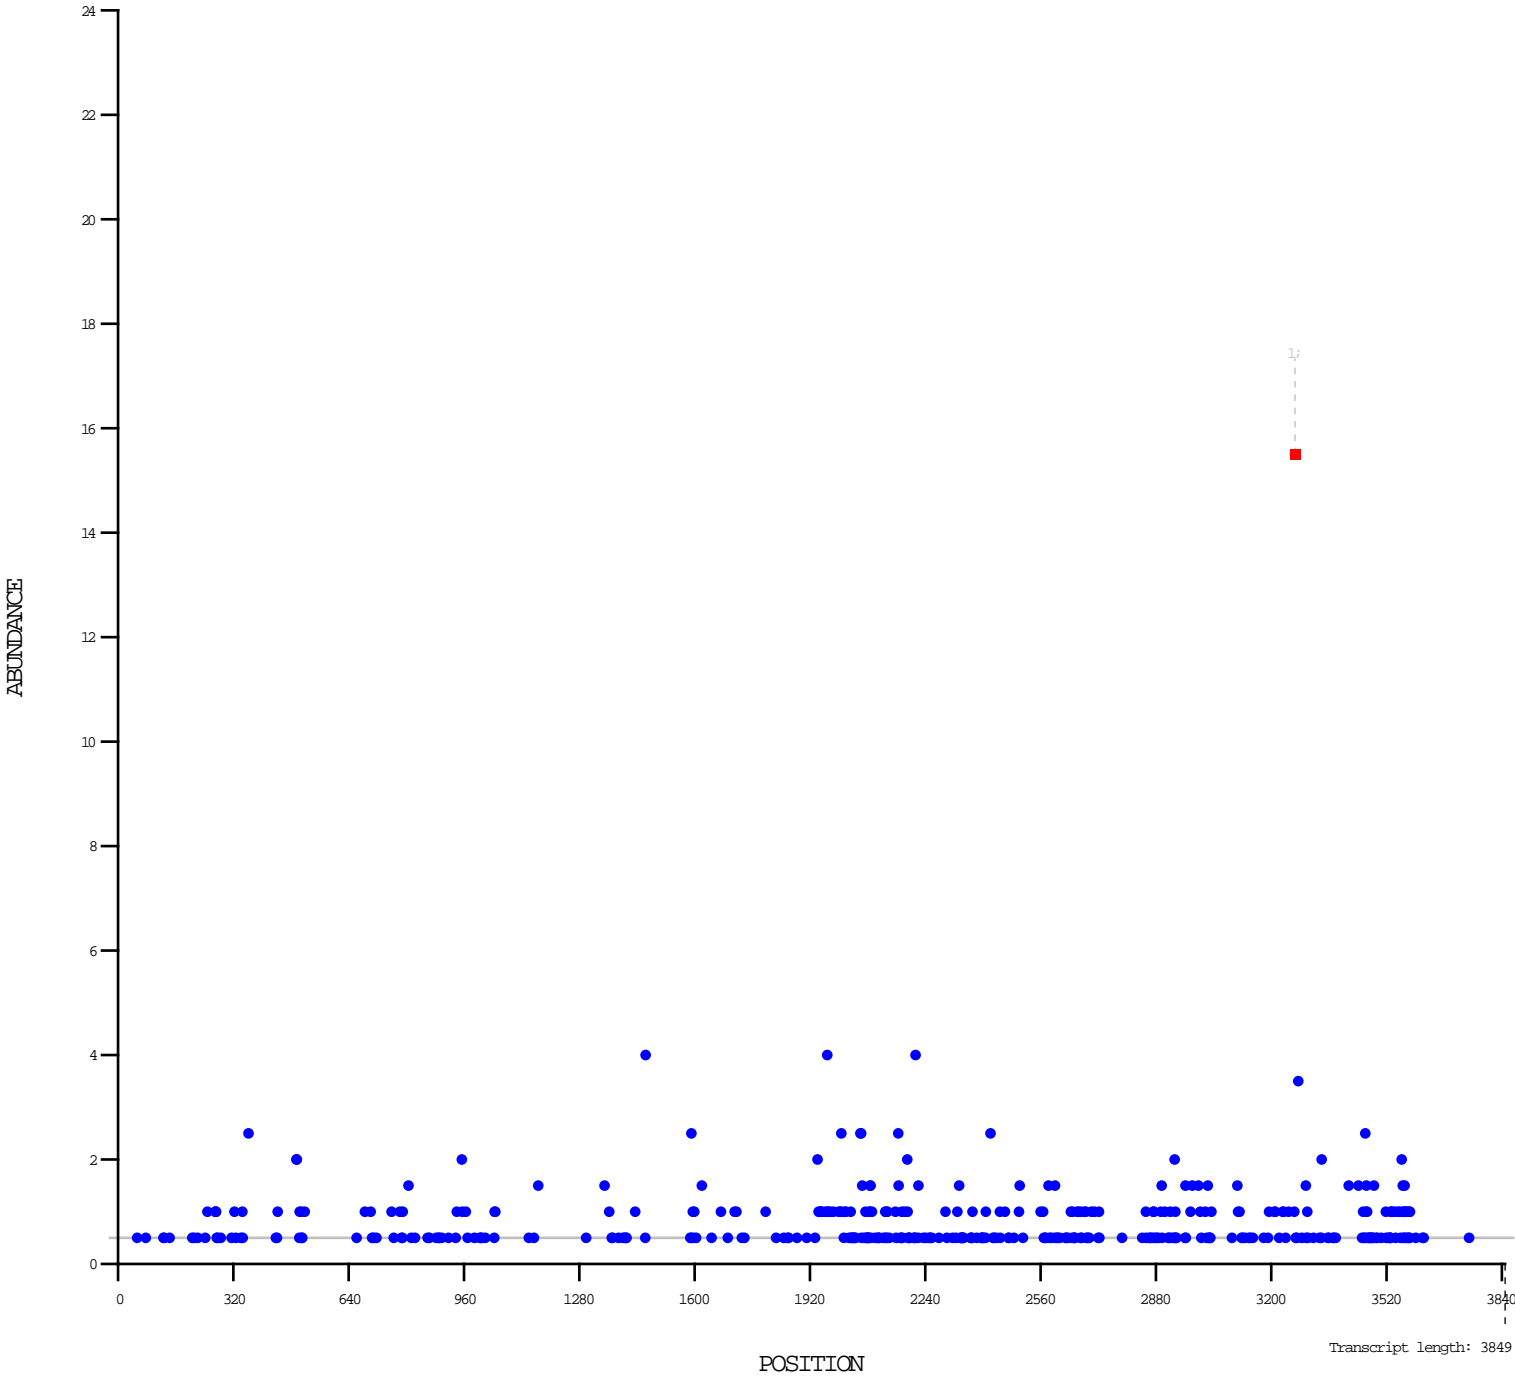

Category: 0 1 2 3 4  
Degradome alignment: ● Median: —

■ 0 #1 Position:3266 Abundance: 15.50(deg) 1(sRNA)  
5' TGAAGCTGCCAGCATGATCTT 3' ID:  
3' CTTATGTTGACGGTGGACTAGATCCCCA 5' p-value: 0.02

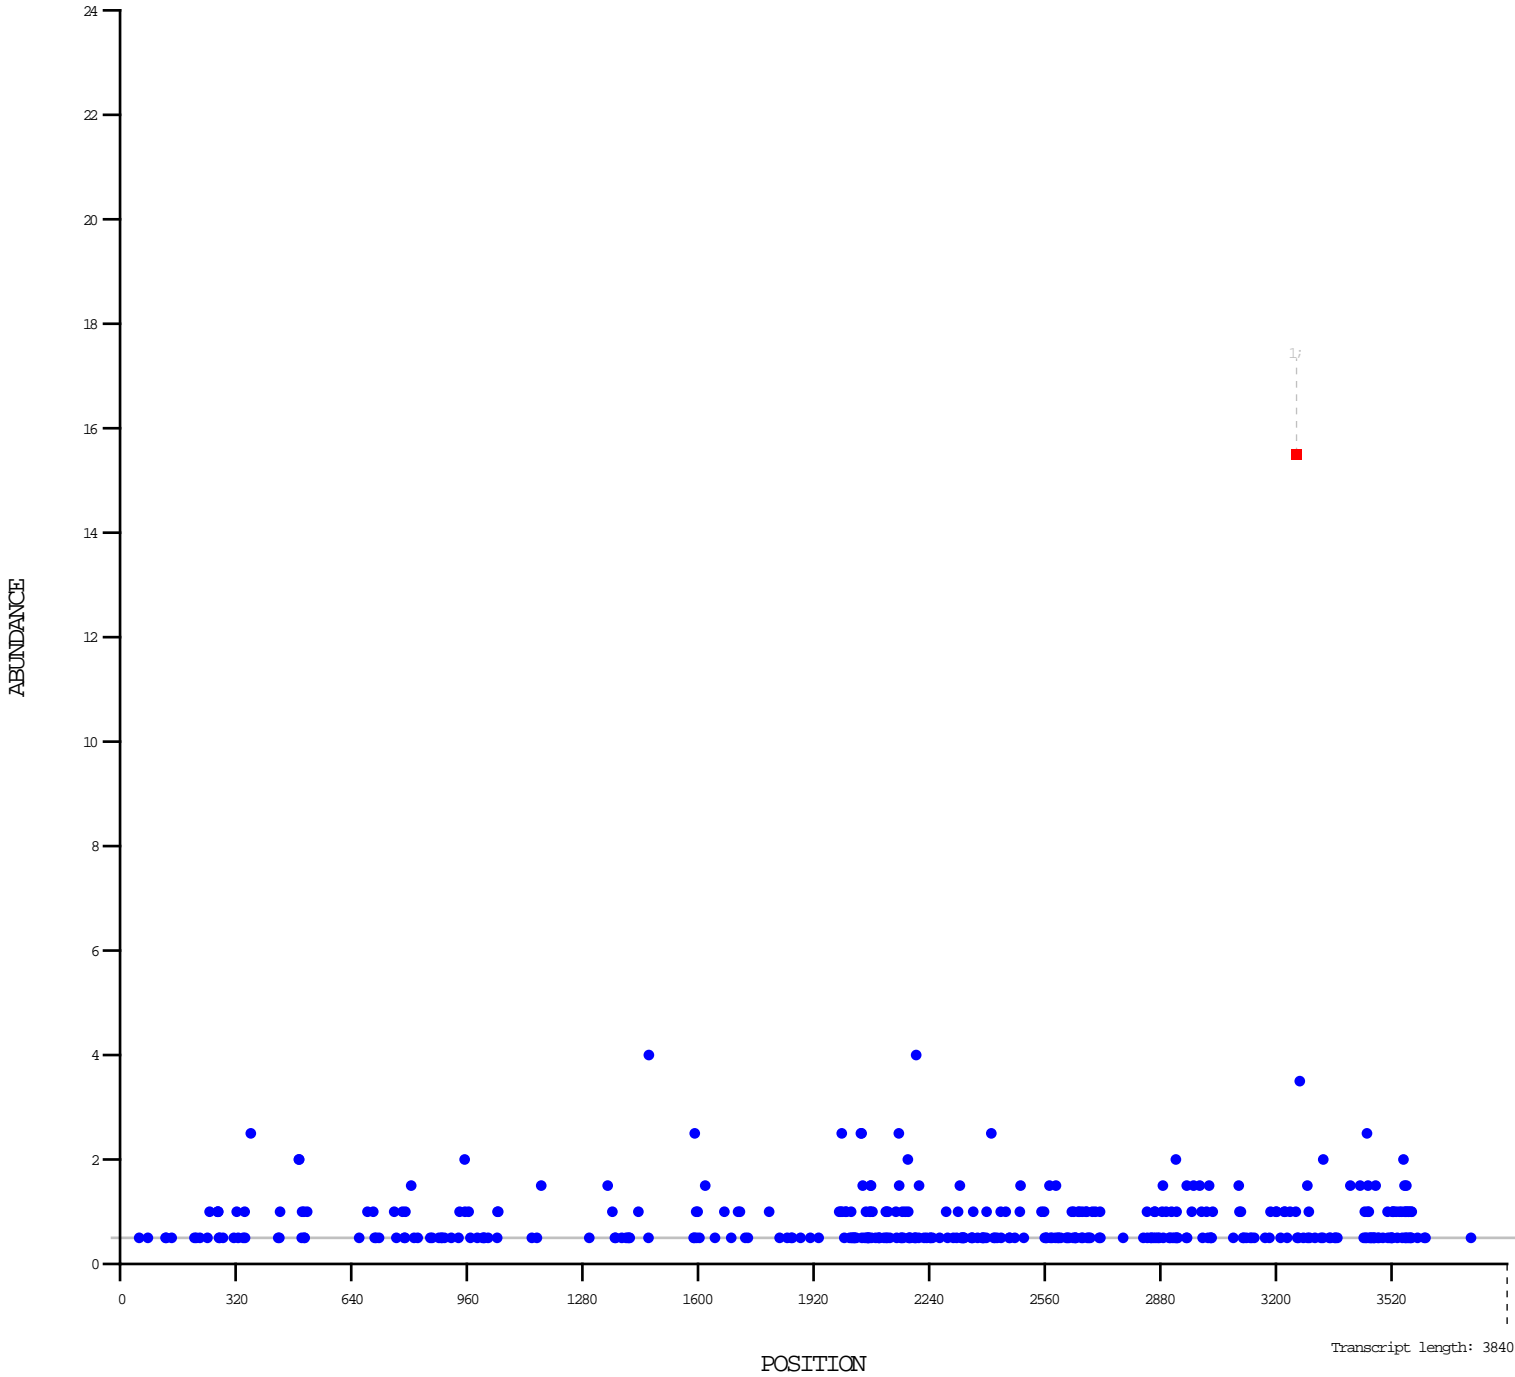

Category: 0 1 2 3 4

Degradome alignment: Median:

0 #1 Position:3257 Abundance: 15.50(deg) 1(sRNA)

5' TGAAGCTGCCAGCATGATCTT 3' ID:

3' CTTATGTTGACGGTGGACTAGATCCCCA 5' p-value: 0.0

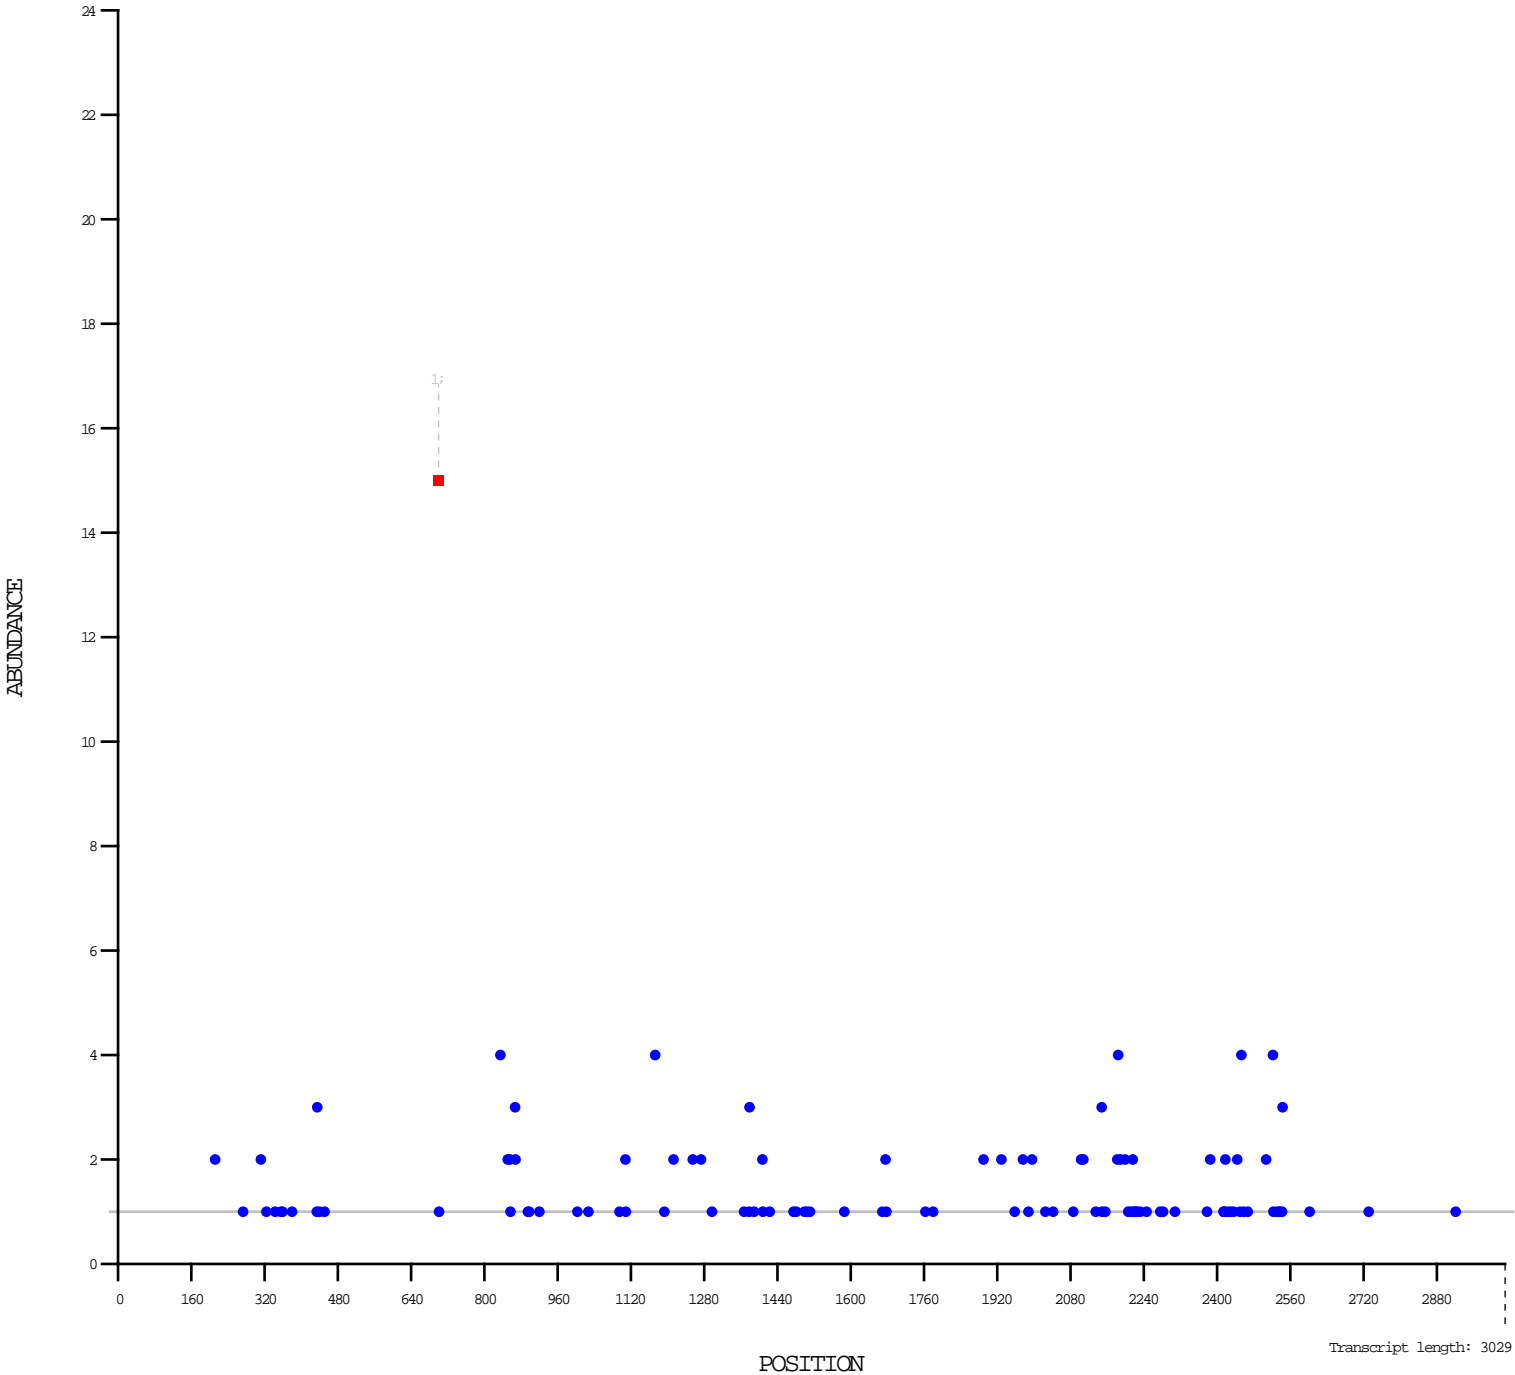

Category: 0 1 2 3 4

Degradome alignment: Median:

0 #1 Position:700 Abundance: 15.00(deg) 1(sRNA)

5' TCTTGCCCAACCCCTCCATTC 3' ID:

3' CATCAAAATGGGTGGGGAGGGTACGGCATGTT 5' p-value: 0.0

orange1.1t03734.1 gene=orange1.1t03734 CDS=197-2974

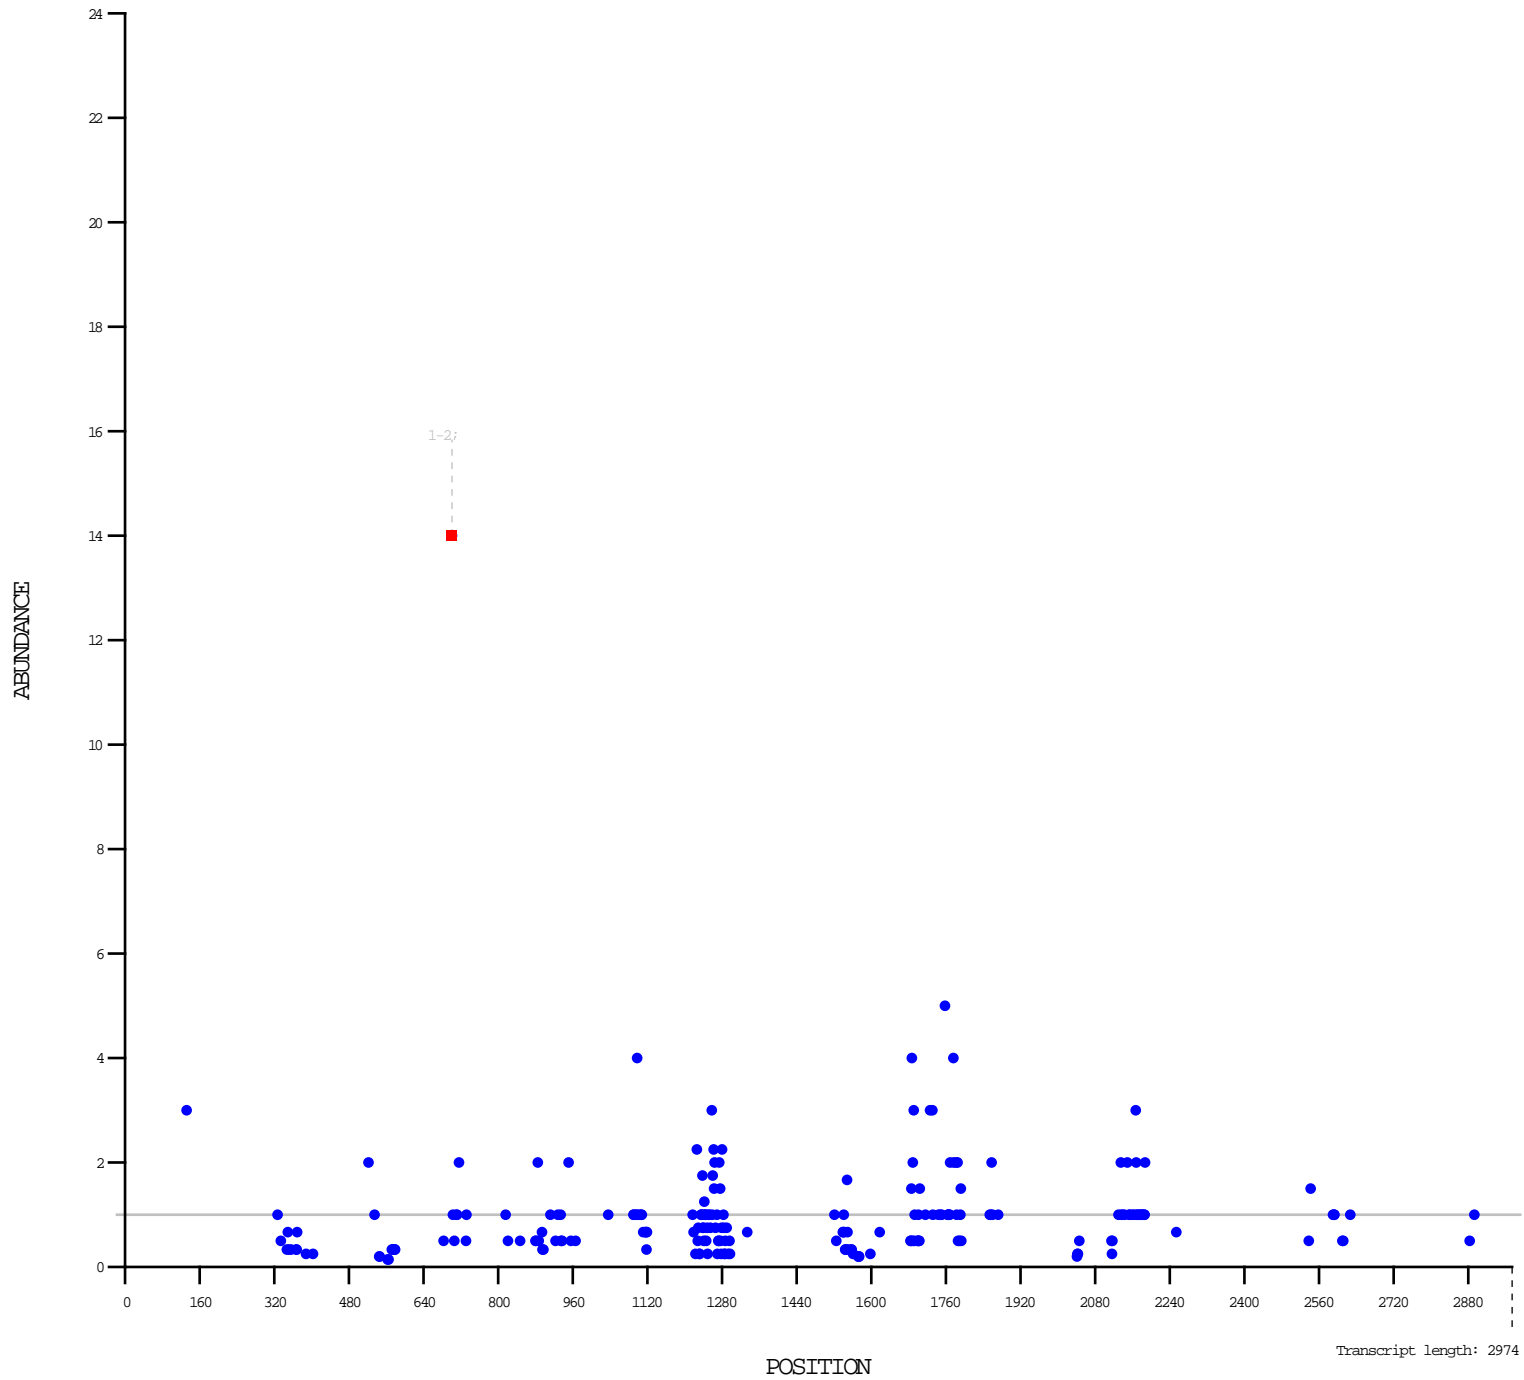

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ 0 #1 Position:701 Abundance: 14.00(deg) 1(sRNA)  
5' TCTTCCCTATGCTCCCATTC 3' ID:  
3' CATCAAAGGGATACGGAGGTATGGTGTGA 5' p-value: 0.0

■ 0 #2 Position:701 Abundance: 14.00(deg) 1(sRNA)  
5' TCCTACCTATGCCACCATTC 3' ID:  
3' CATCAAAAGGATACGGAGGTATGGTGTGA 5' p-value: 0.0

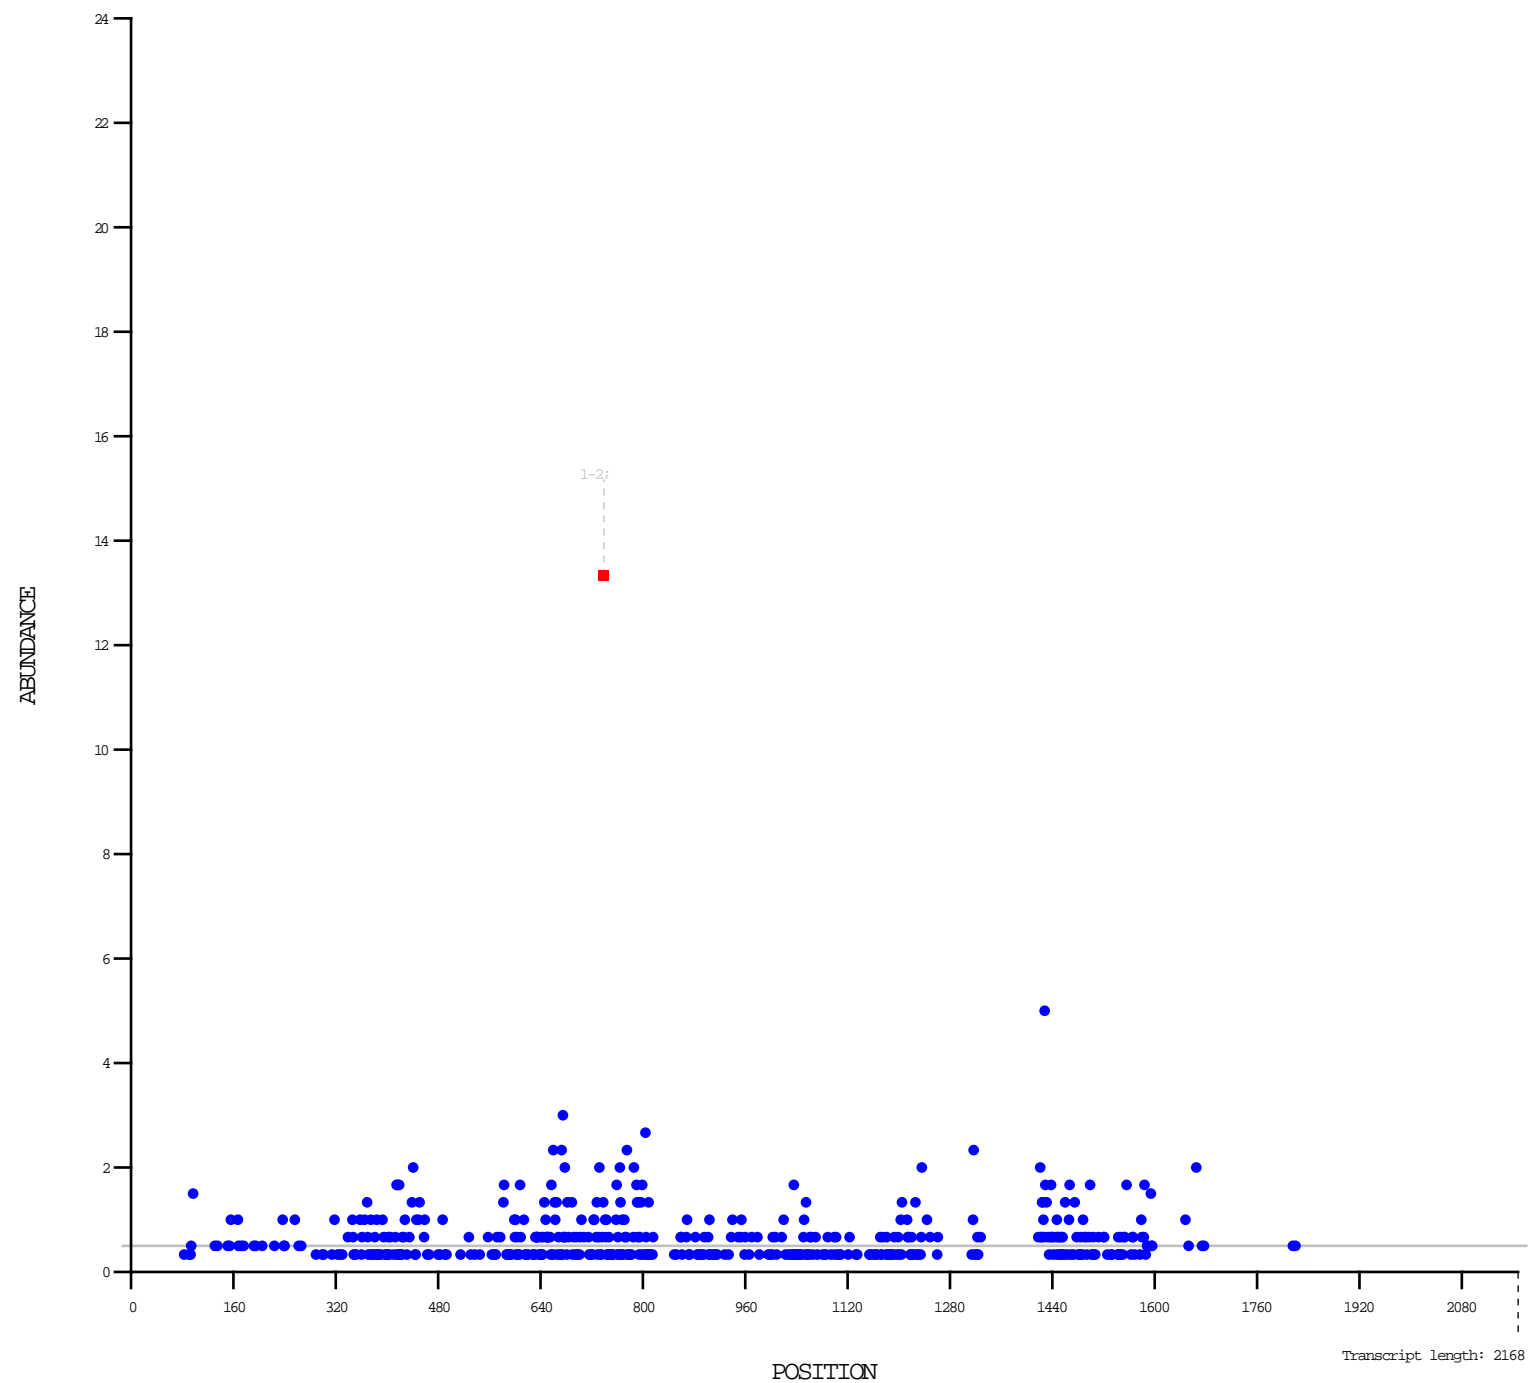

Category: 0 1 2 3 4

Degradome alignment: ● Median: —

■ 0 #1 Position:739 Abundance: 13.33(deg) 1(sRNA)  
5' TGGATTGGACCTGGACCT-TG 3' ID:  
3' GTATTGCTGAACGTGGACGTGATACACAAA 5' p-value: 0.01

■ 0 #2 Position:739 Abundance: 13.33(deg) 1(sRNA)  
5' TGGATTGGACCTGGACCT-TG 3' ID:  
3' GTATTGCTGAACGTGGACGTGATACACAAA 5' p-value: 0.0

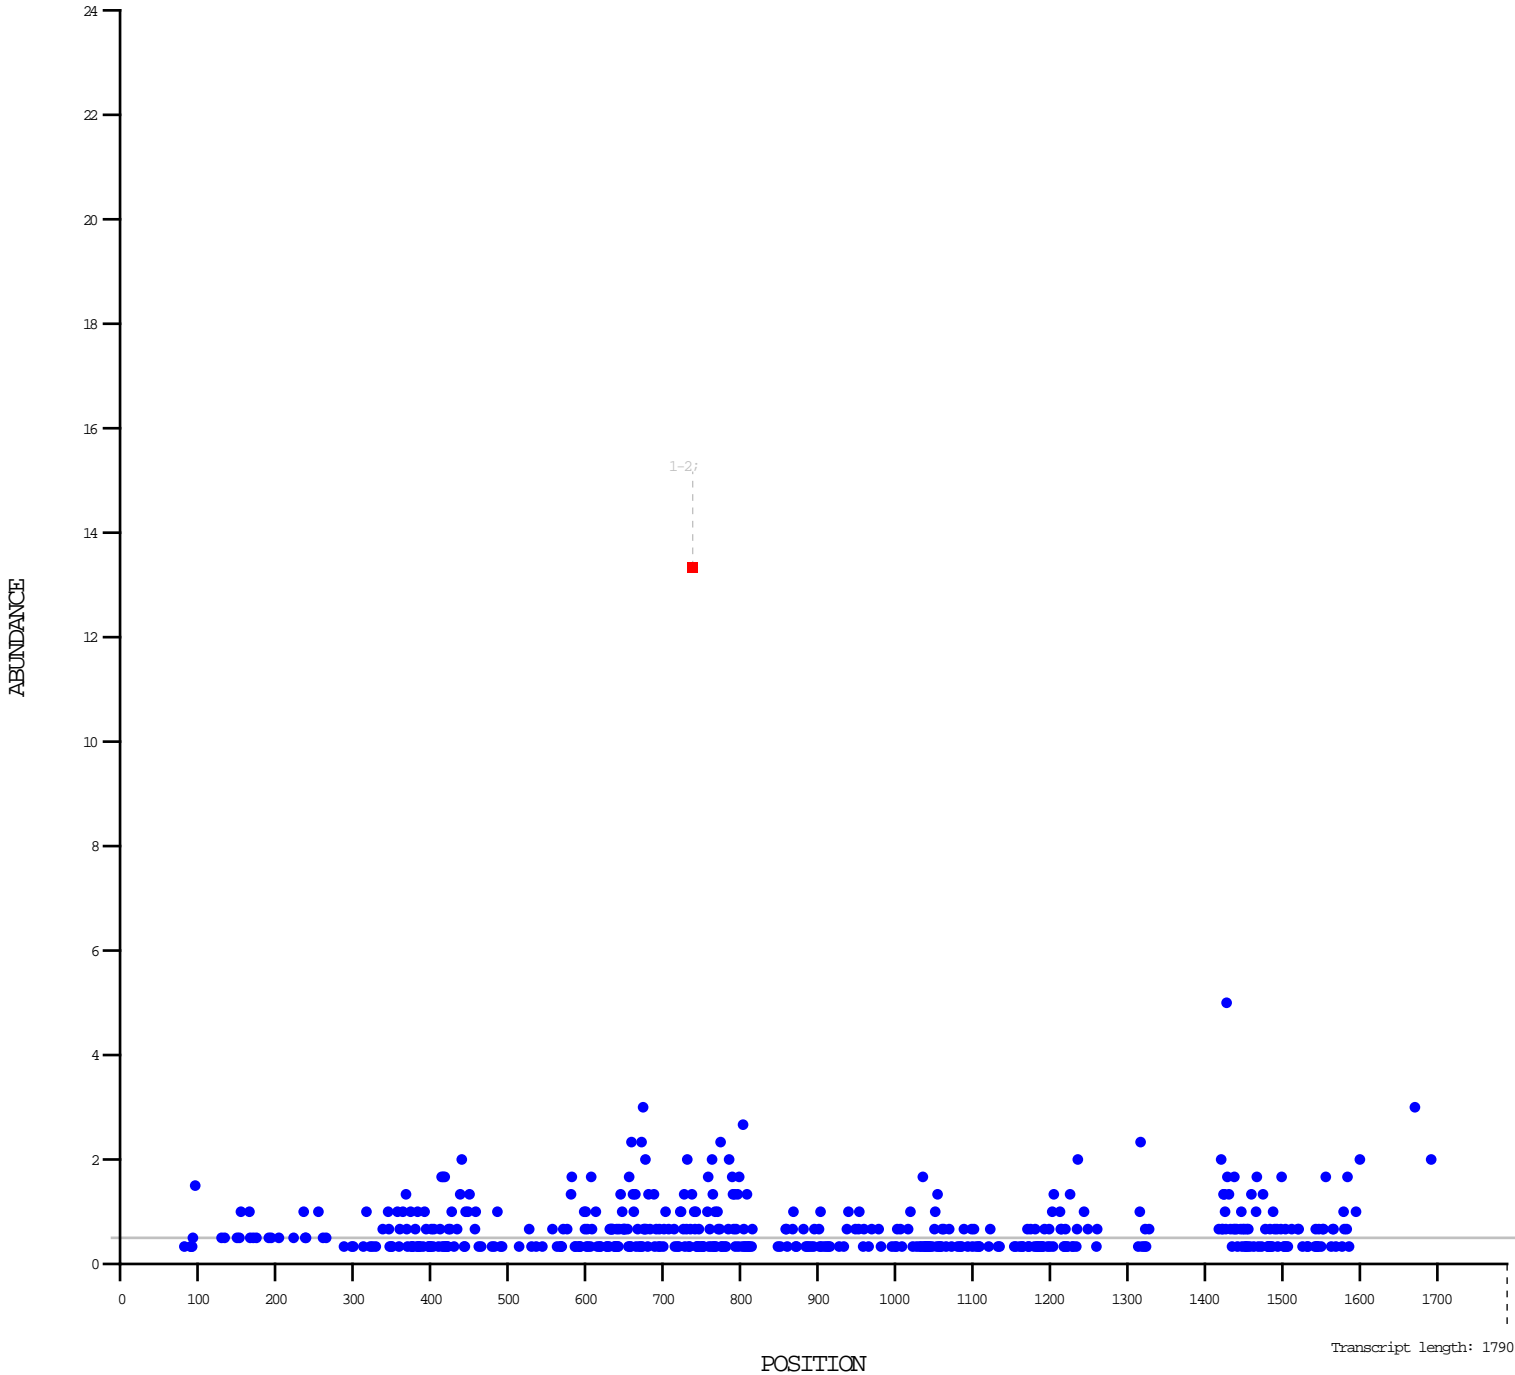

Category: 0 1 2 3 4

Degradome alignment: ● Median: —

■ 0 #1 Position:739 Abundance: 13.33(deg) 1(sRNA)  
5' TGGATTGGACCTGGACCT-TG 3' ID:  
3' GTATTGCTGAACGTGGACGTGATACACAAA 5' p-value: 0.0

■ 0 #2 Position:739 Abundance: 13.33(deg) 1(sRNA)  
5' TGGATTGGACCTGGACCT-TG 3' ID:  
3' GTATTGCTGAACGTGGACGTGATACACAAA 5' p-value: 0.0

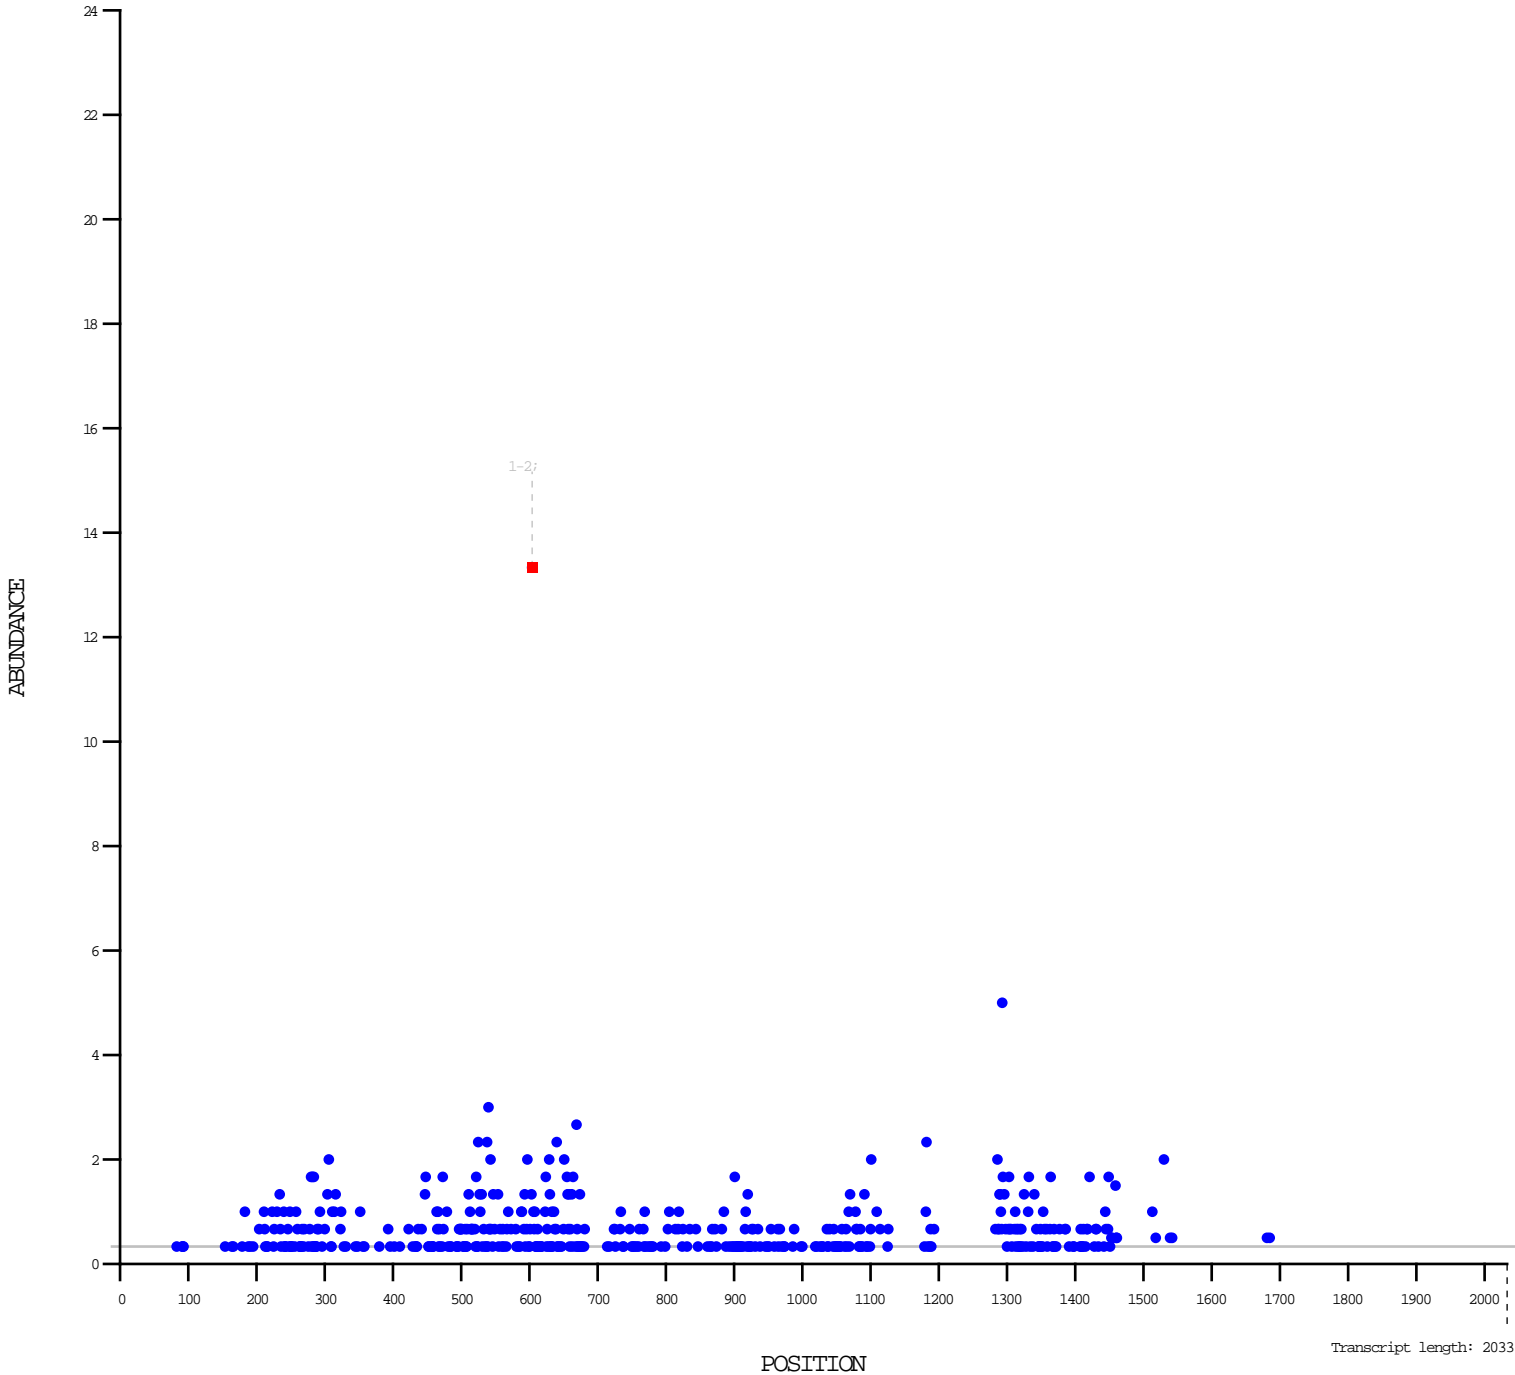

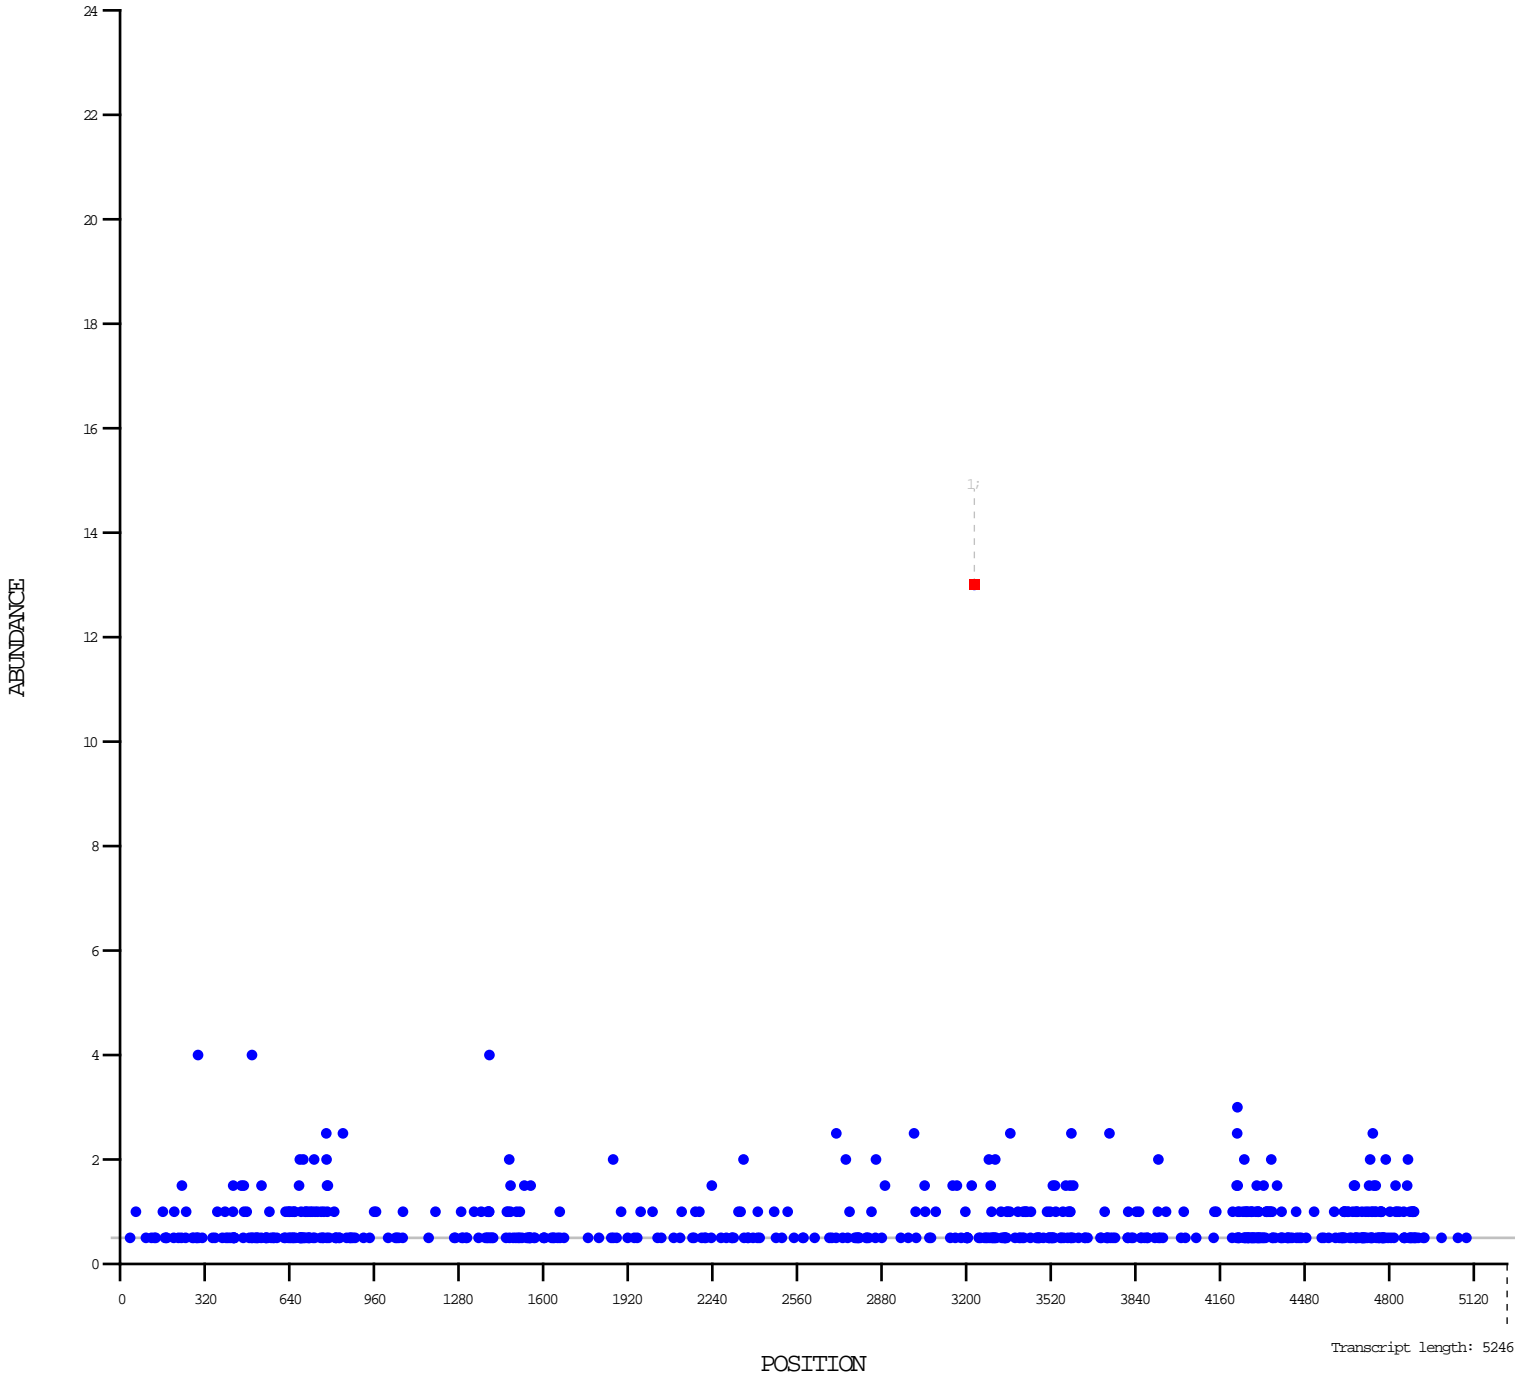

Category: 0 1 2 3 4  
Degradome alignment: ● Median: —

0 #1 Position:3231 Abundance: 13.00(deg) 1(sRNA)  
5' TCGATAA-AACCTCTGCATCCAG 3' ID:  
3' TGTAGCTATTGTGGAGACCTAGGTGAGTAC 5' p-value: 0.0

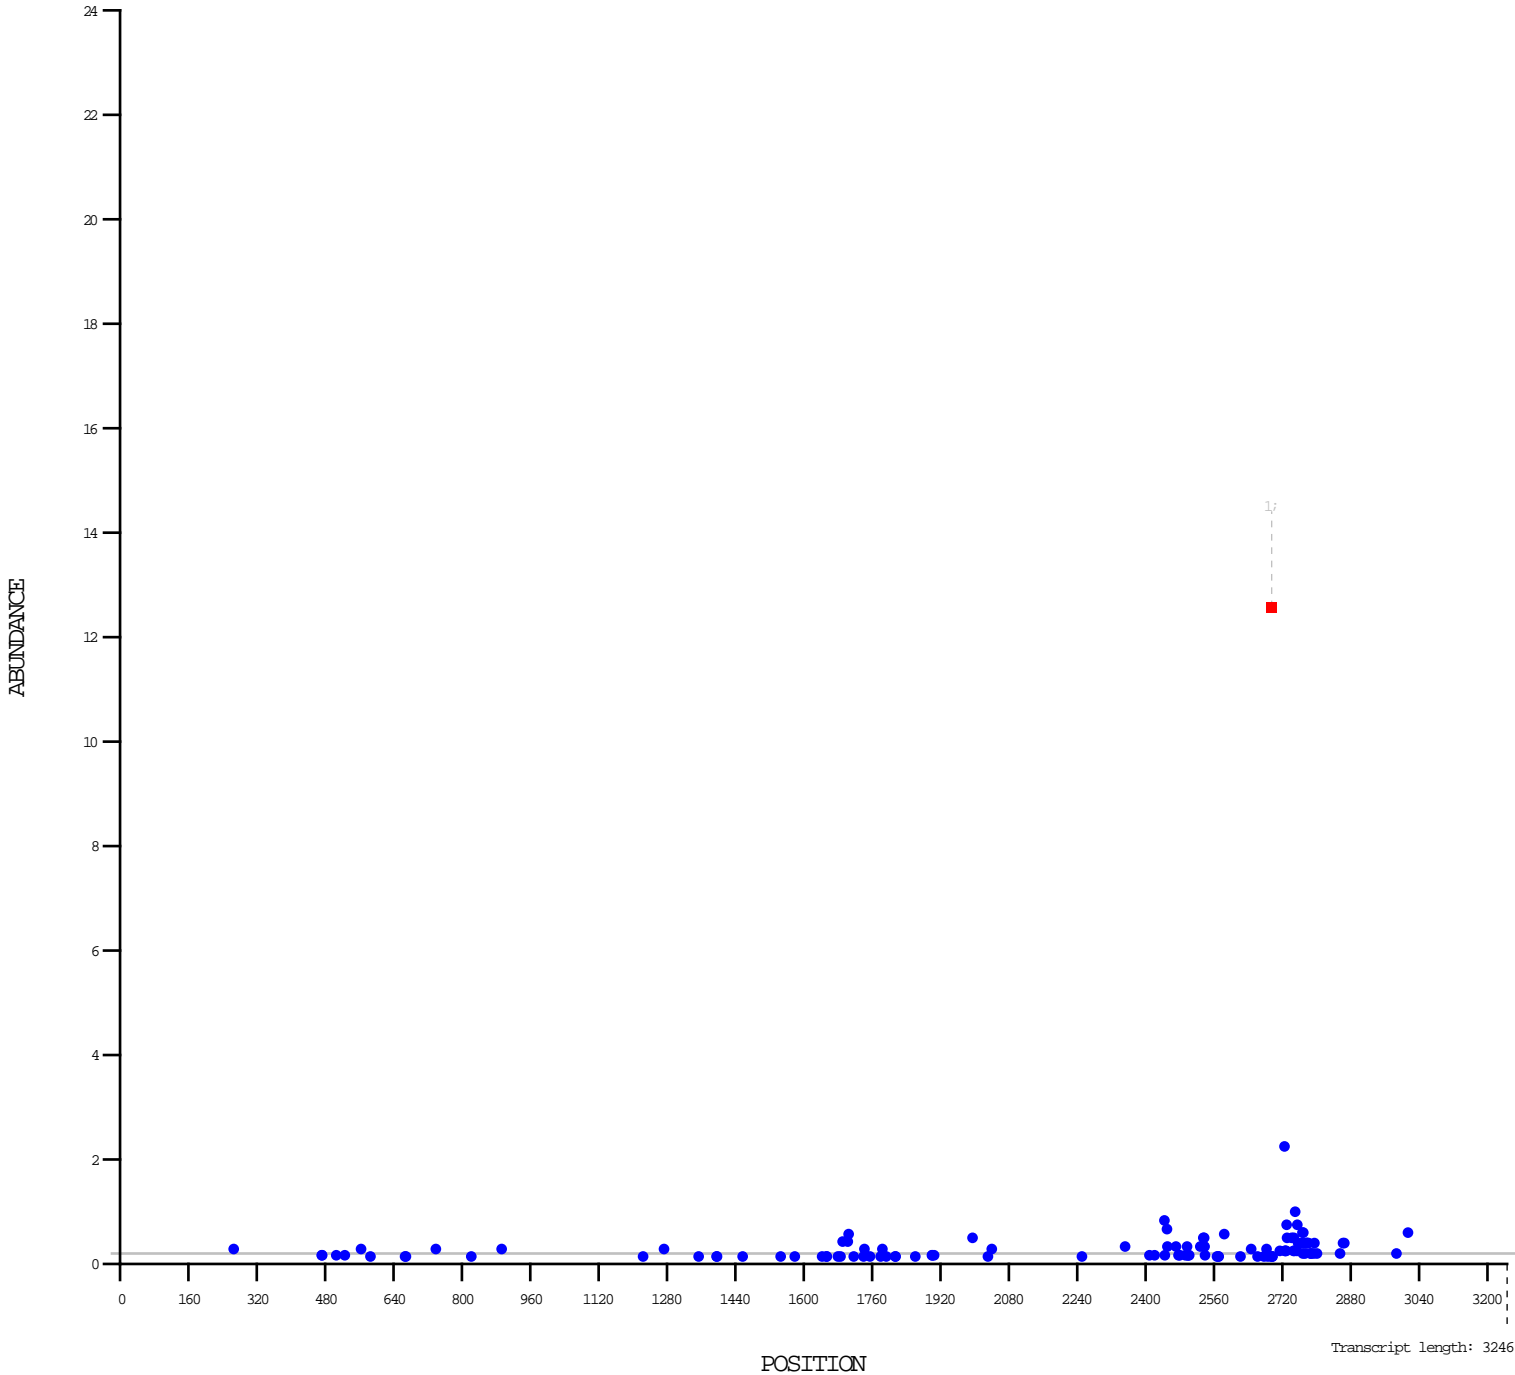

Category: 0 1 2 3 4

Degradome alignment: ● Median: —

■ 0 #1 Position:2695 Abundance: 12.57(deg) 1(sRNA)

5' TGAAGCTGCCAGCATGATCTT 3' ID:

3' CTTATGTTGACGGTGGACTAGATCTCCCA 5' p-value: 0.03

Cs6g16030.5 gene=Cs6g16030 CDS=1041-3518

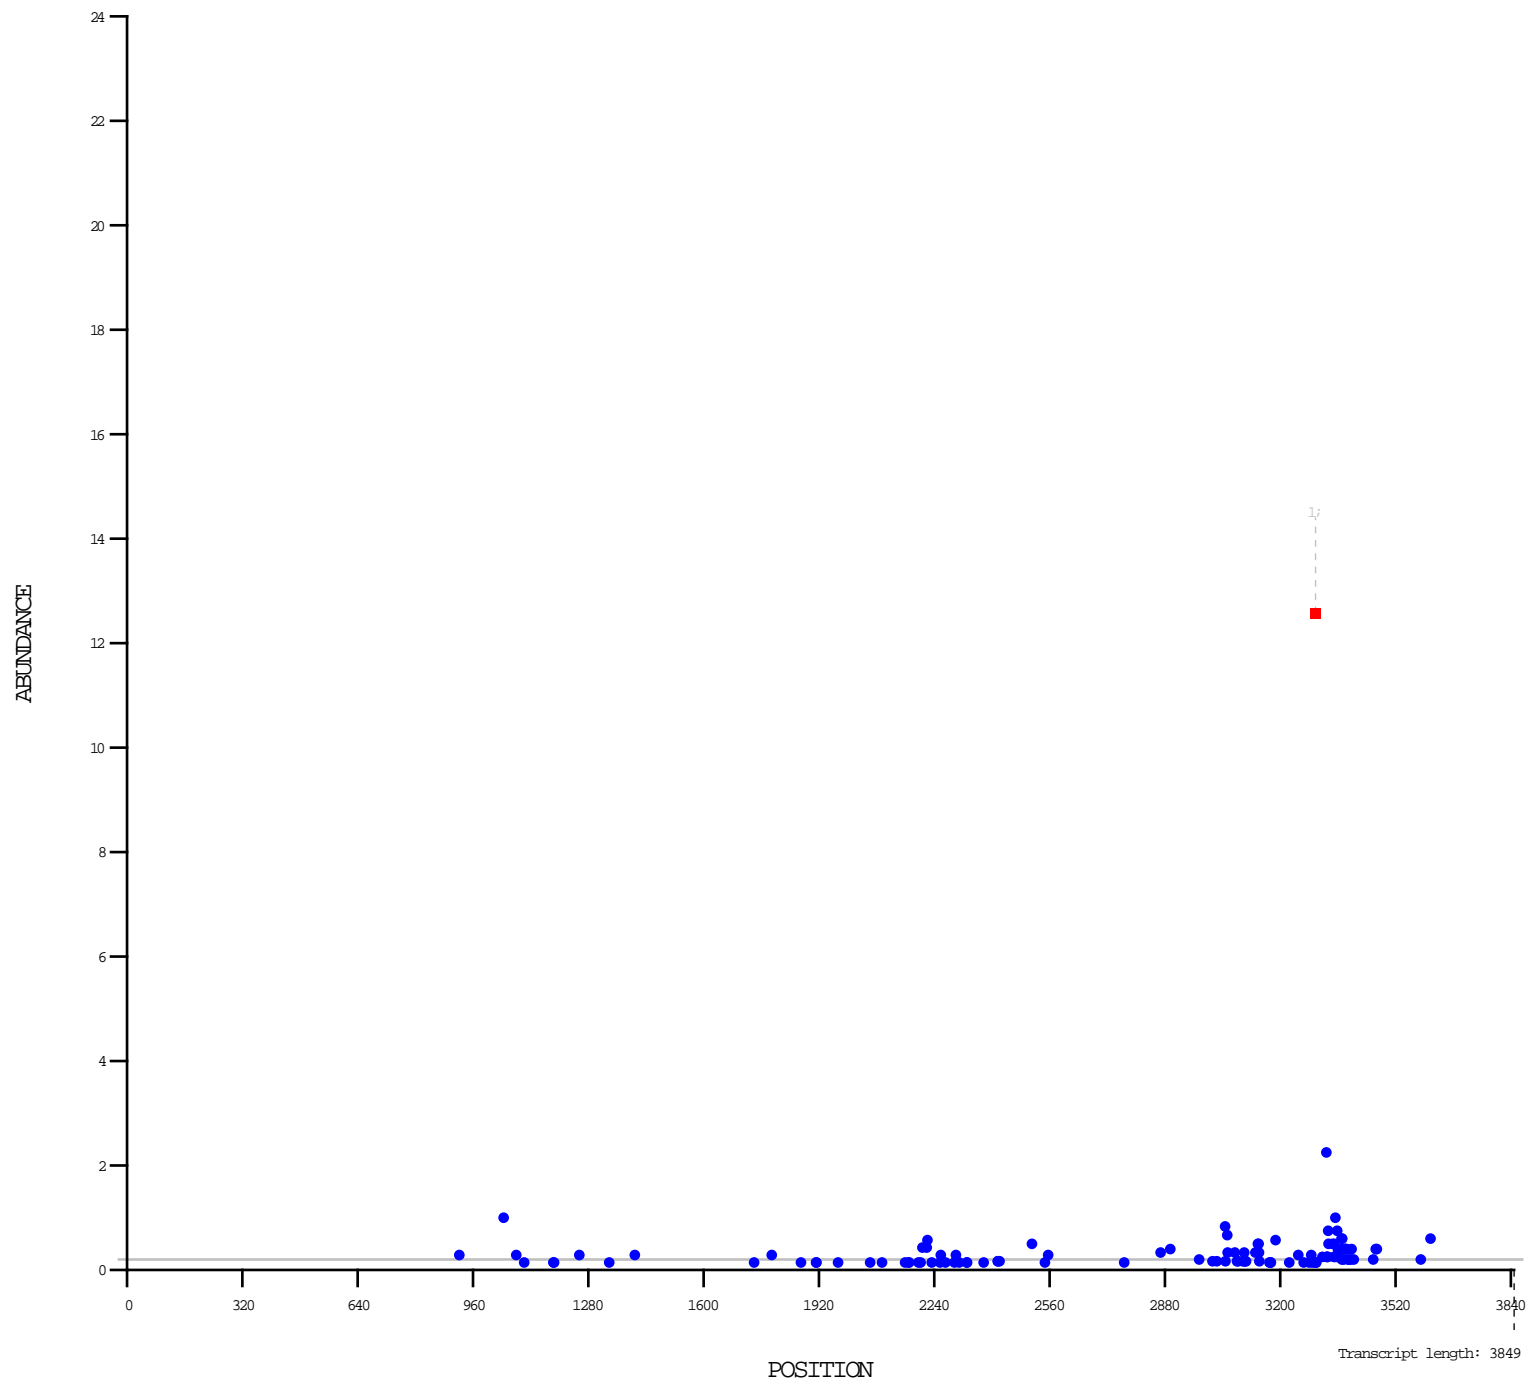

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ 0 #1 Position:3298 Abundance: 12.57(deg) 1(sRNA)  
5' TGAAGCTGCCAGCATGATCTT 3' ID:  
3' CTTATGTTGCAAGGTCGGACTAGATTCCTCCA 5' p-value: 0.01

Cs6g16030.1 gene=Cs6g16030 CDS=1151-3463

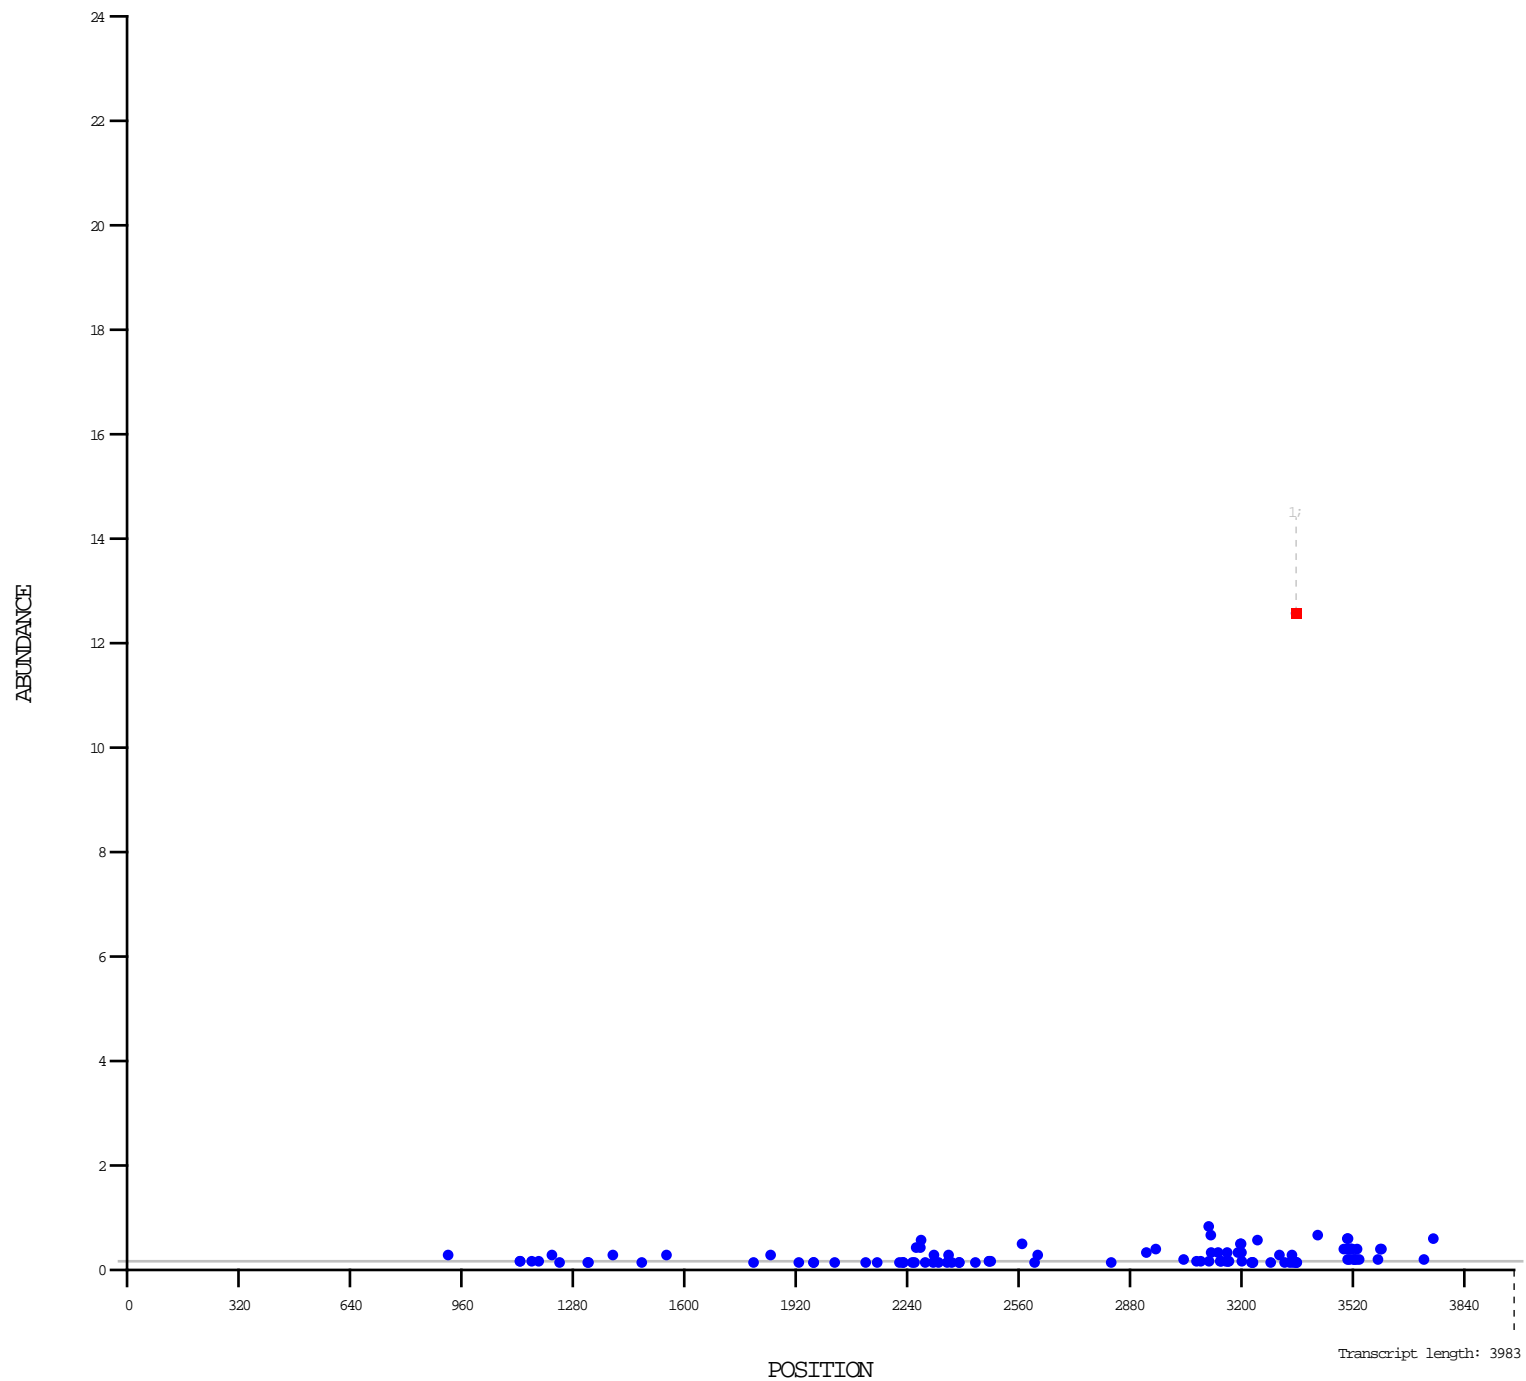

Category: 0 1 2 3 4  
 Degradome alignment: Median: —

■ 0 #1 Position:3357 Abundance: 12.57(deg) 1(sRNA)  
5' TGAAGCTGCCAGATGATCTT 3' ID:  
3' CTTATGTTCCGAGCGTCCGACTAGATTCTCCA 5' p-value: 0.0

Cs6g16030.7 gene=Cs6g16030 CDS=495-2534

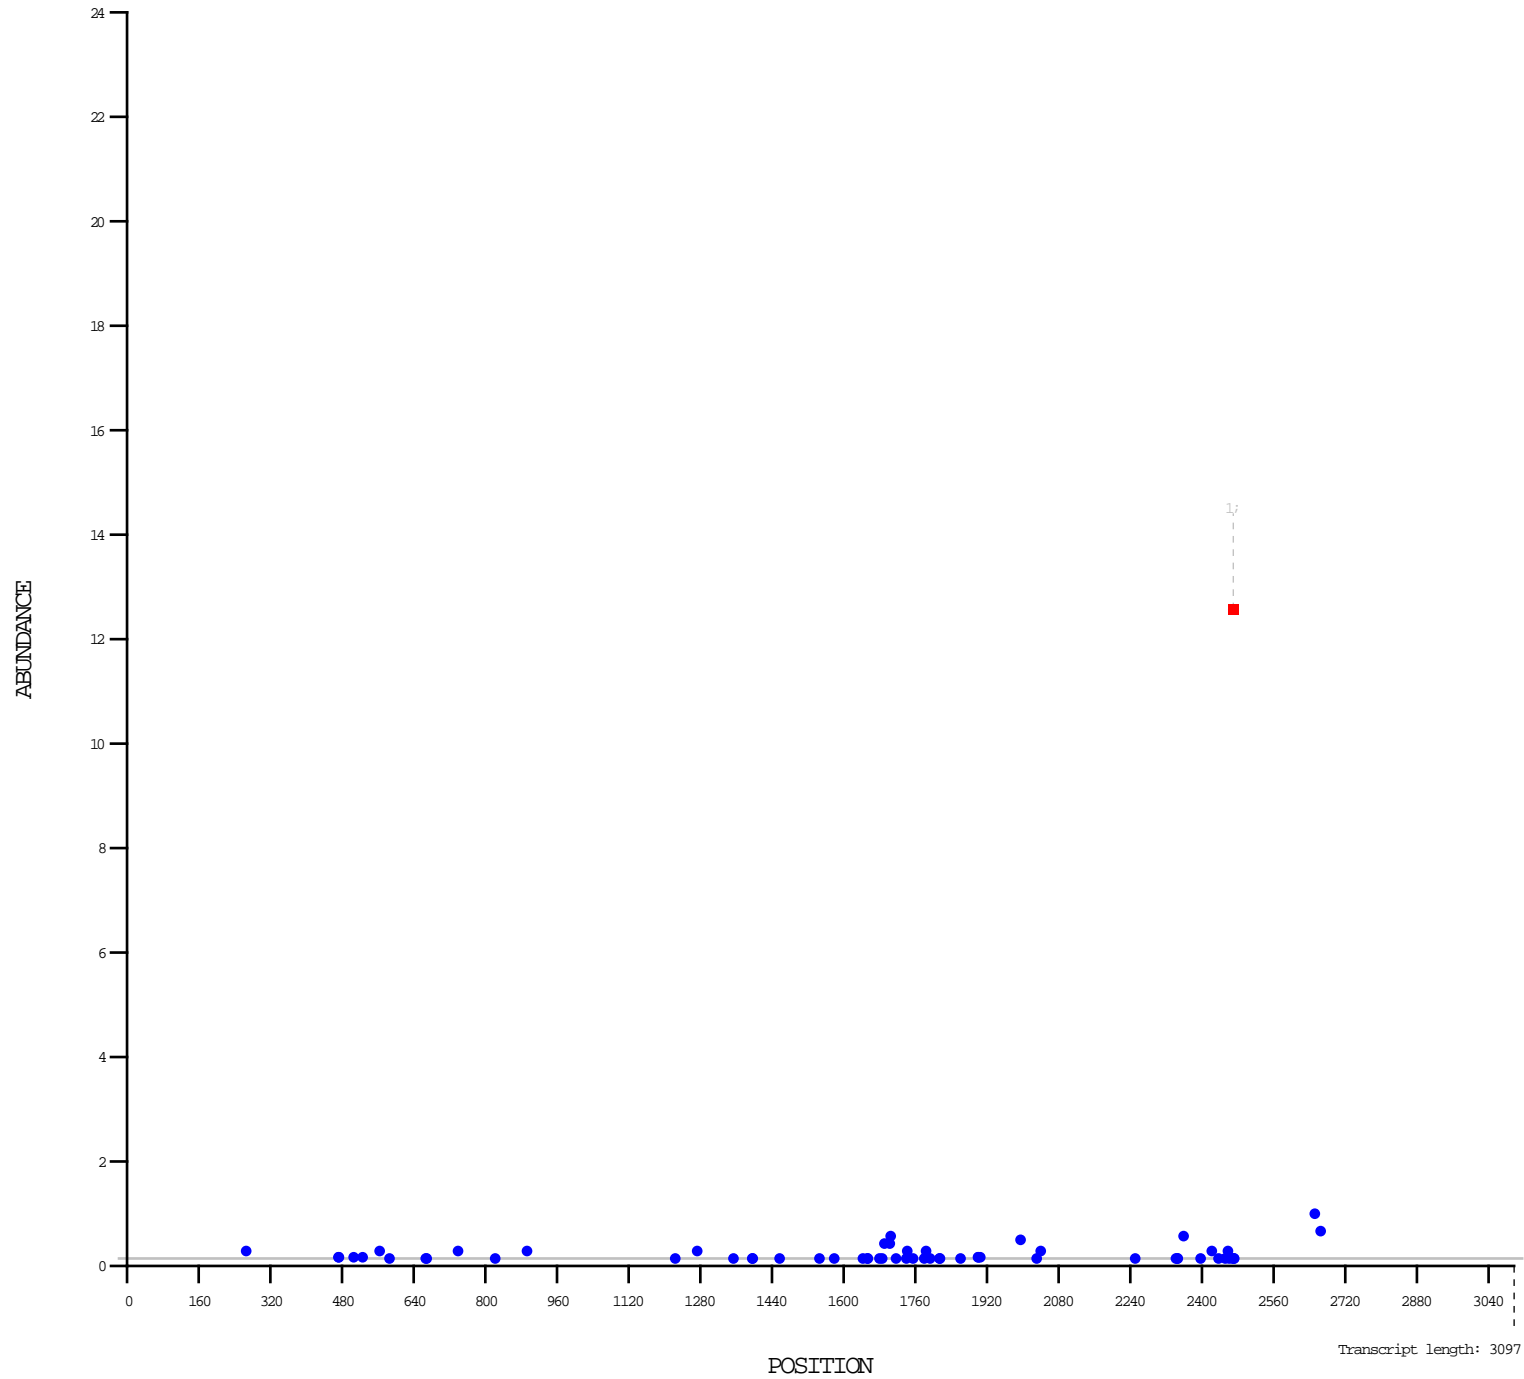

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4  
 Degradome alignment: ● Median: —

■ 0 #1 Position:2470 Abundance: 12.57(deg) 1(sRNA)  
5' TGAAGCTGCCAGCATGATCTT 3' ID:  
3' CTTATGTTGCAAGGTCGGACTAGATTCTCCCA 5' p-value: 0.04

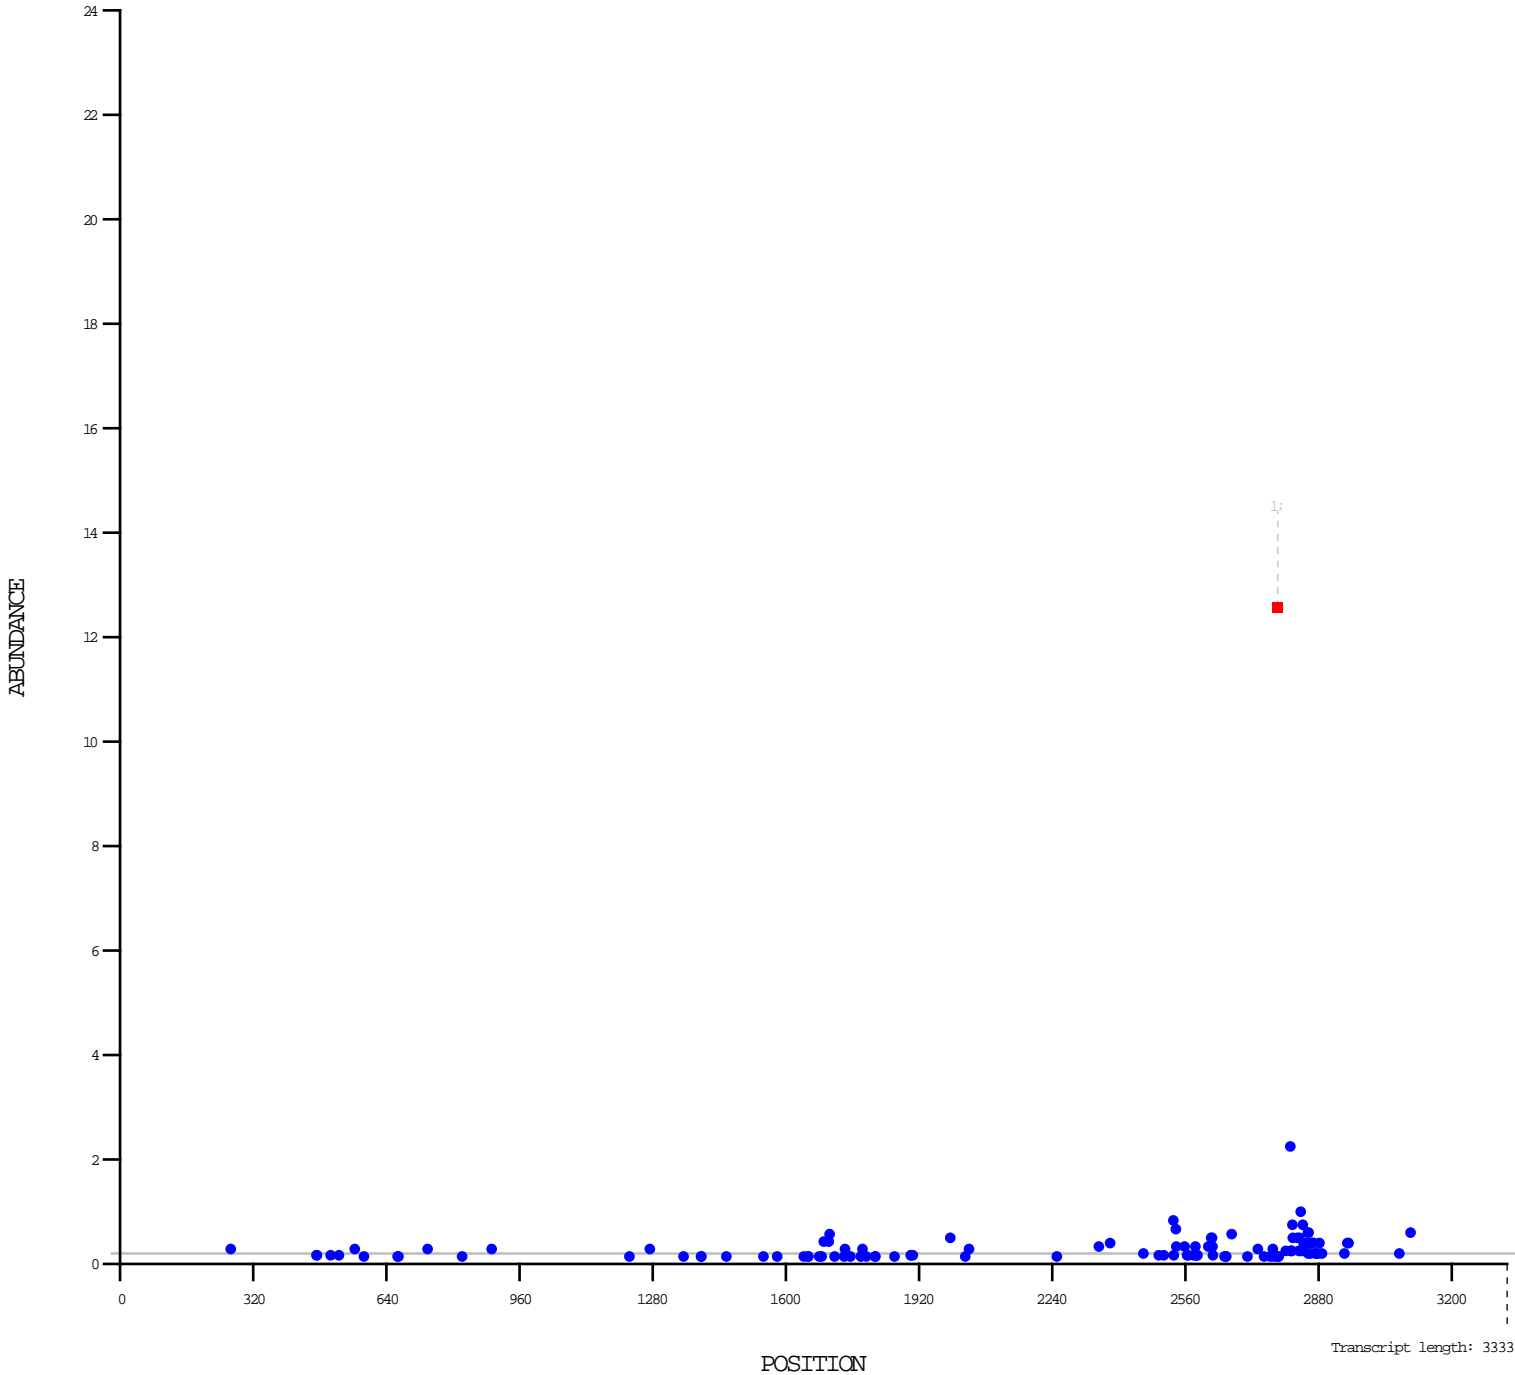

Category: 0 1 2 3 4  
Degradome alignment: Median:   
#1 Position:2782 Abundance: 12.57(deg) 1(sRNA)  
5' TGAAGCTGCCAGCATGATCTT 3' ID:  
3' CTTATGTTGACGGTGGACTAGATCTCCCA 5' p-value: 0.0

Cs6g16030.2 gene=Cs6g16030 CDS=495-2888

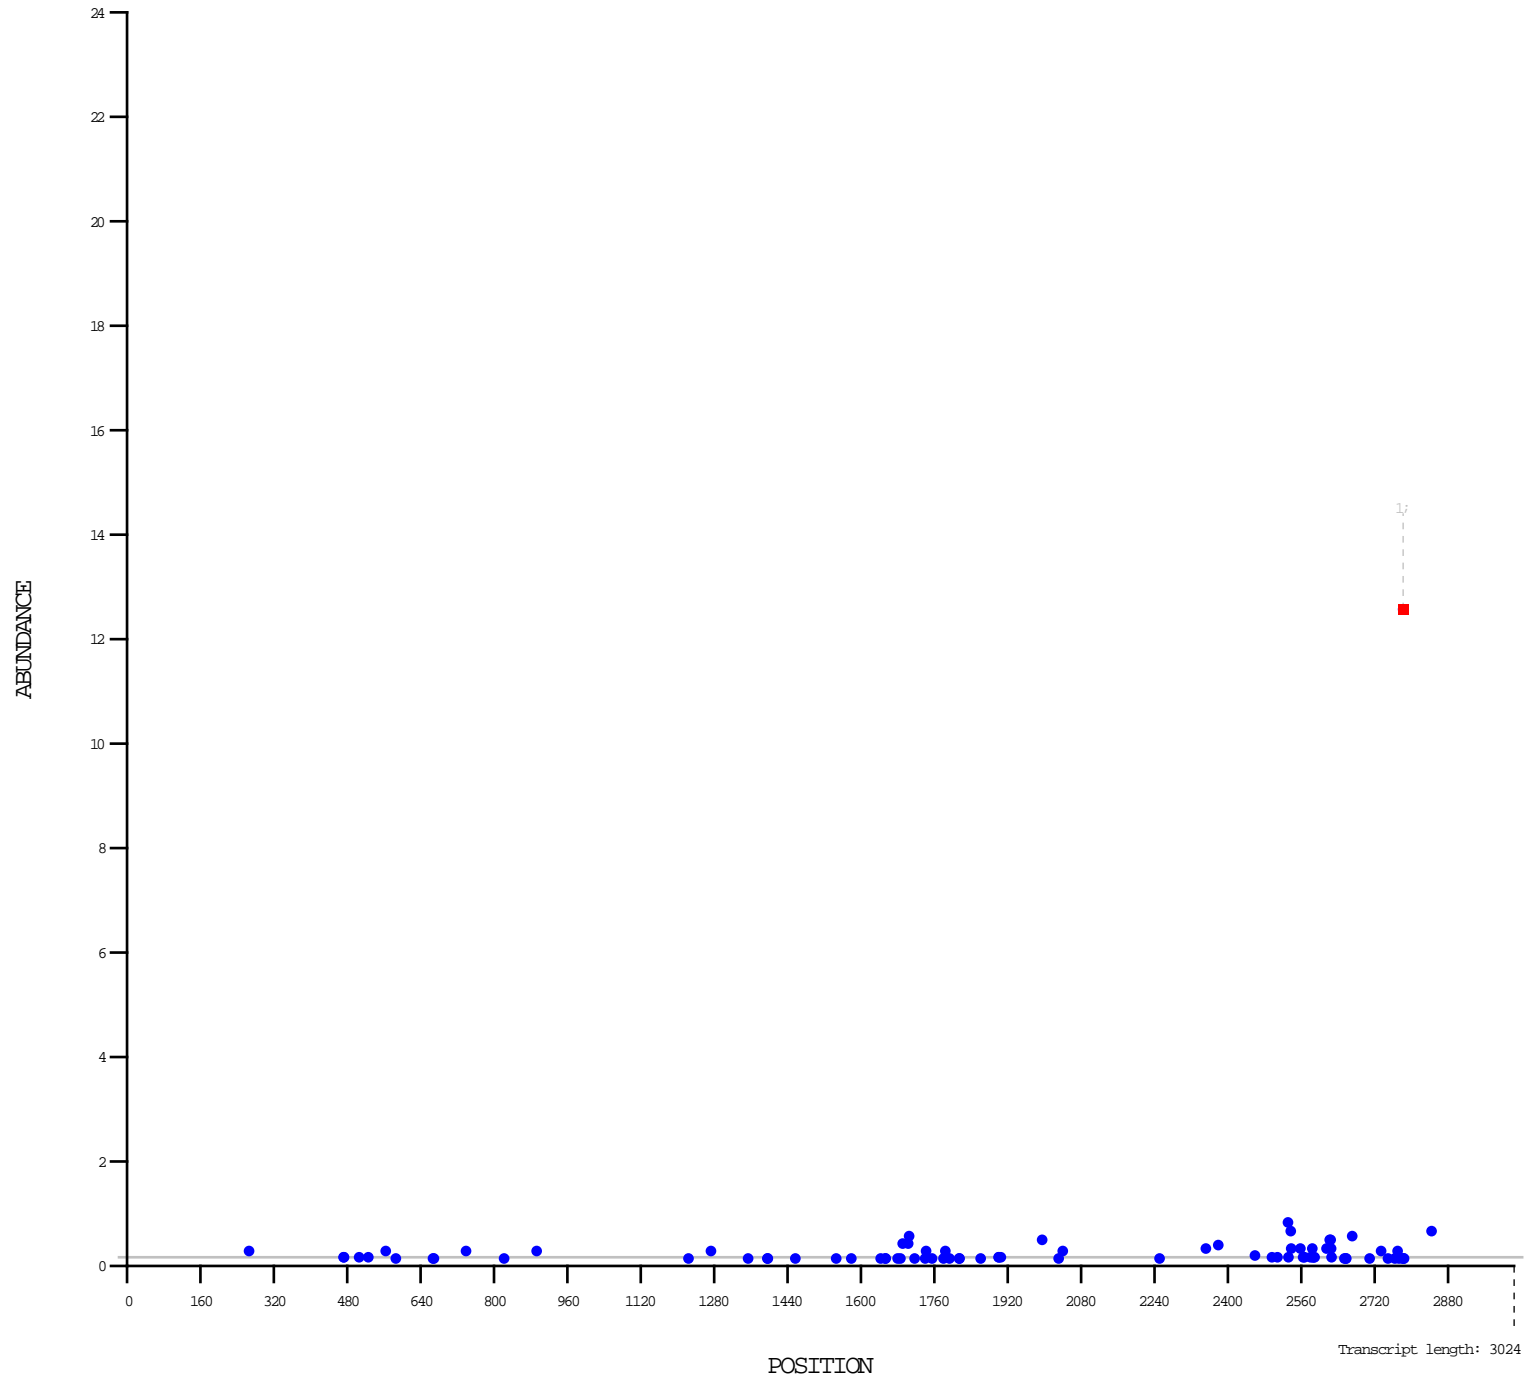

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ 0 #1 Position:2782 Abundance: 12.57(deg) 1(sRNA)  
5' TGAAGCTGCCAGCATGATCTT 3' ID:  
3' CTTATGTTGACGGTGGACTAGATTCTCCCA 5' p-value: 0.03

Cs6g16030.3 gene=Cs6g16030 CDS=495-2930

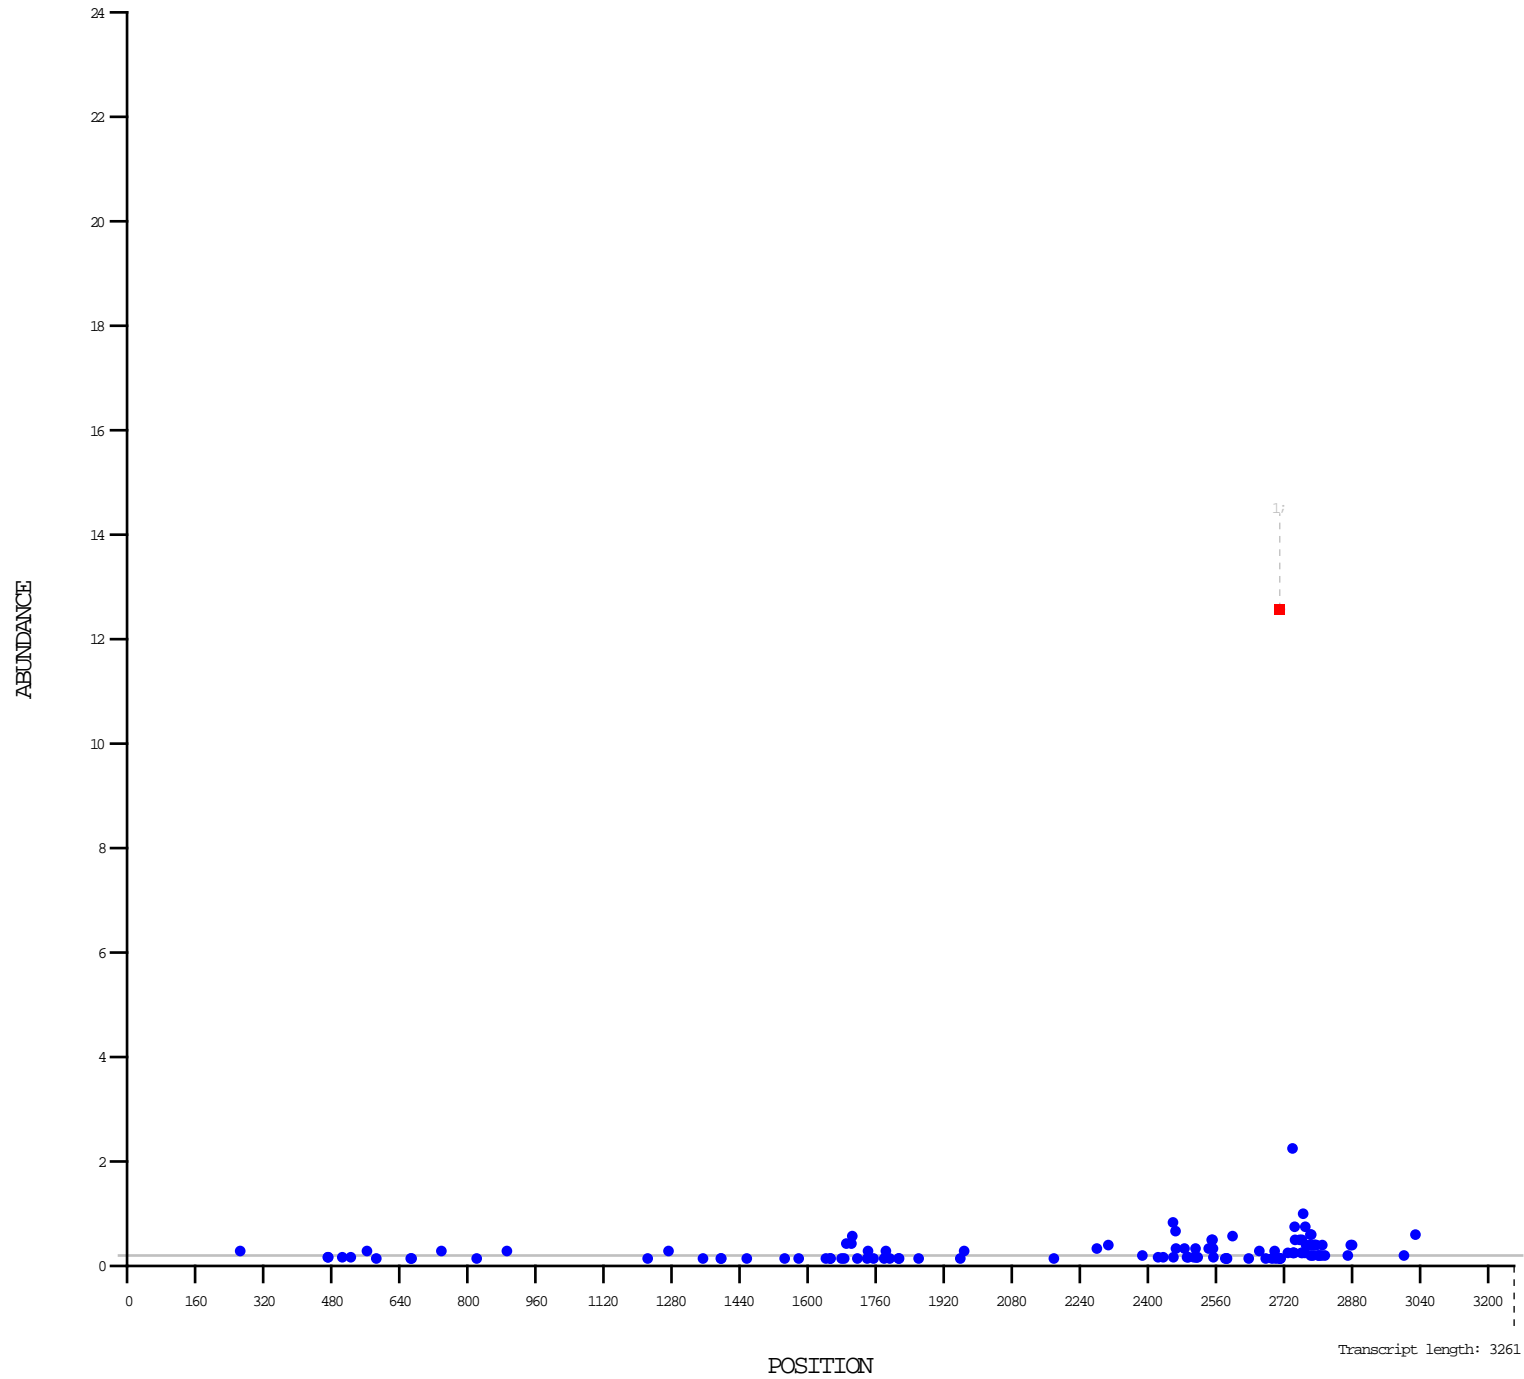

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ 0 #1 Position:2710 Abundance: 12.57(deg) 1(sRNA)  
5' TGAAGCTGCCAGCATGATCTT 3' ID:  
3' CTTATGTTGACGGTGGACTAGATTCTCCCA 5' p-value: 0.04

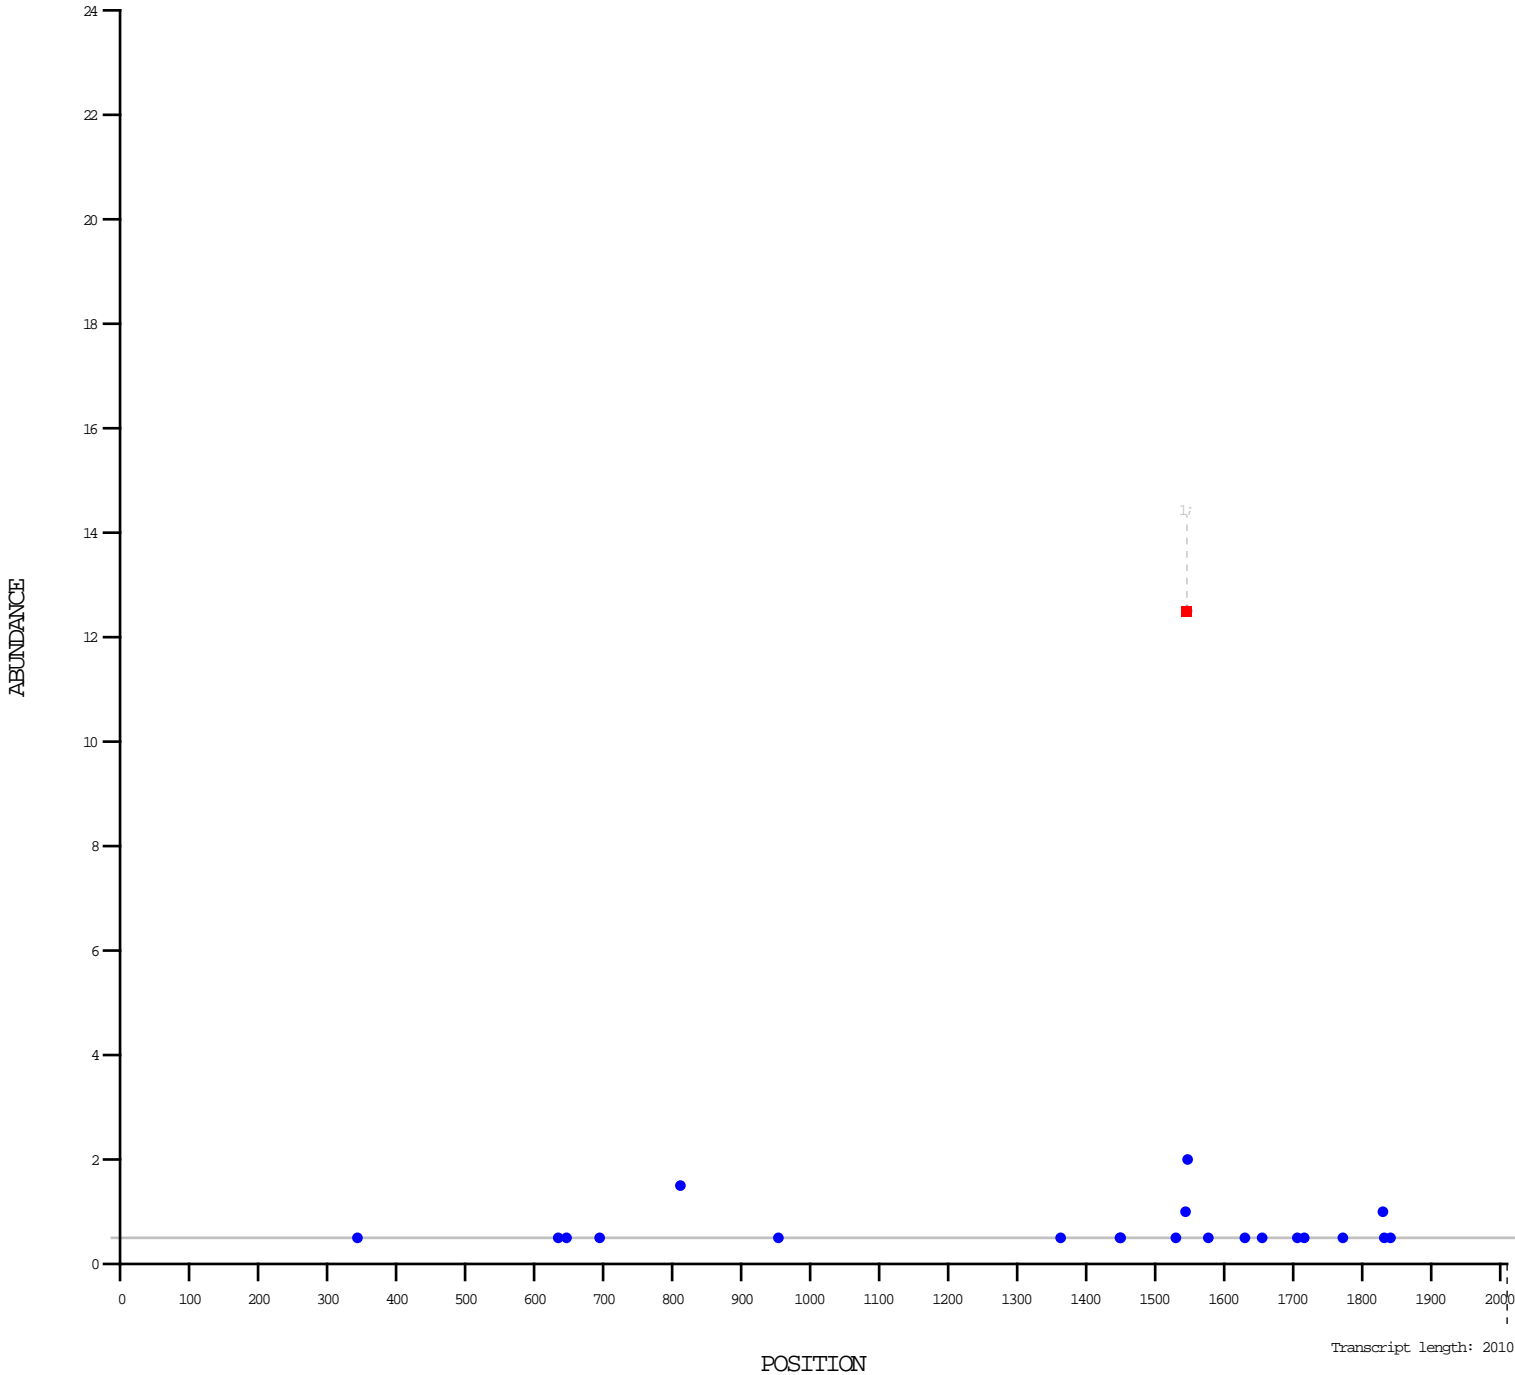

Category: 0 1 2 3 4  
Degradome alignment: ● Median: —

0 #1 Position:1546 Abundance: 12.50(deg) 1(sRNA)  
5' TGACAGAGAGAGTGGAC 3' ID:  
3' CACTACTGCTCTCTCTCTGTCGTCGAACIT 5' p-value: 0.0

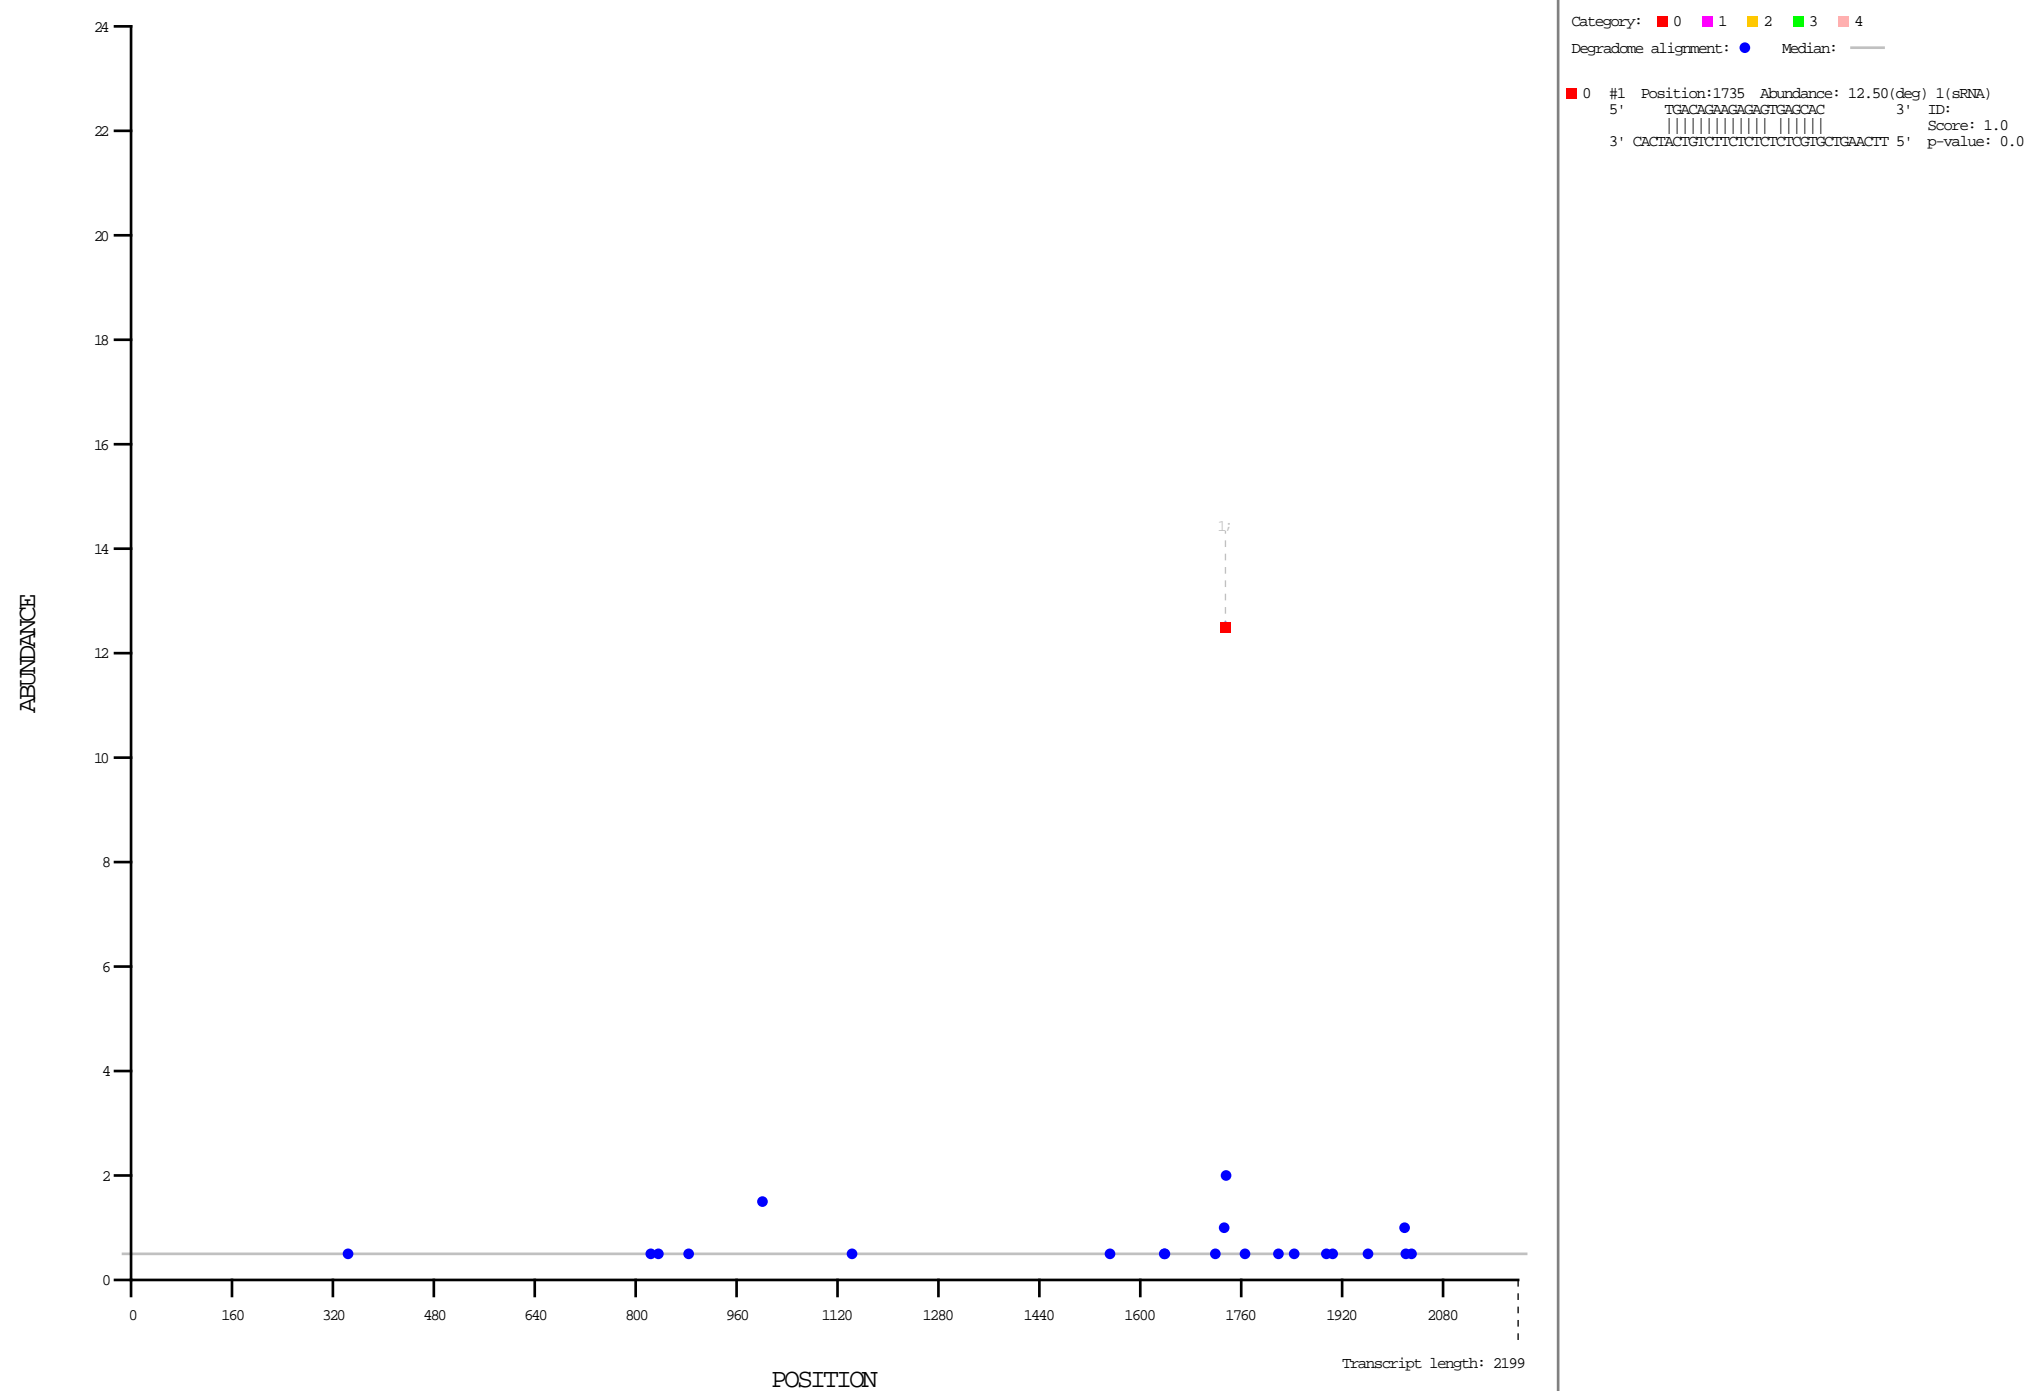

Cs6g18380.1 gene=Cs6g18380 CDS=1-2145

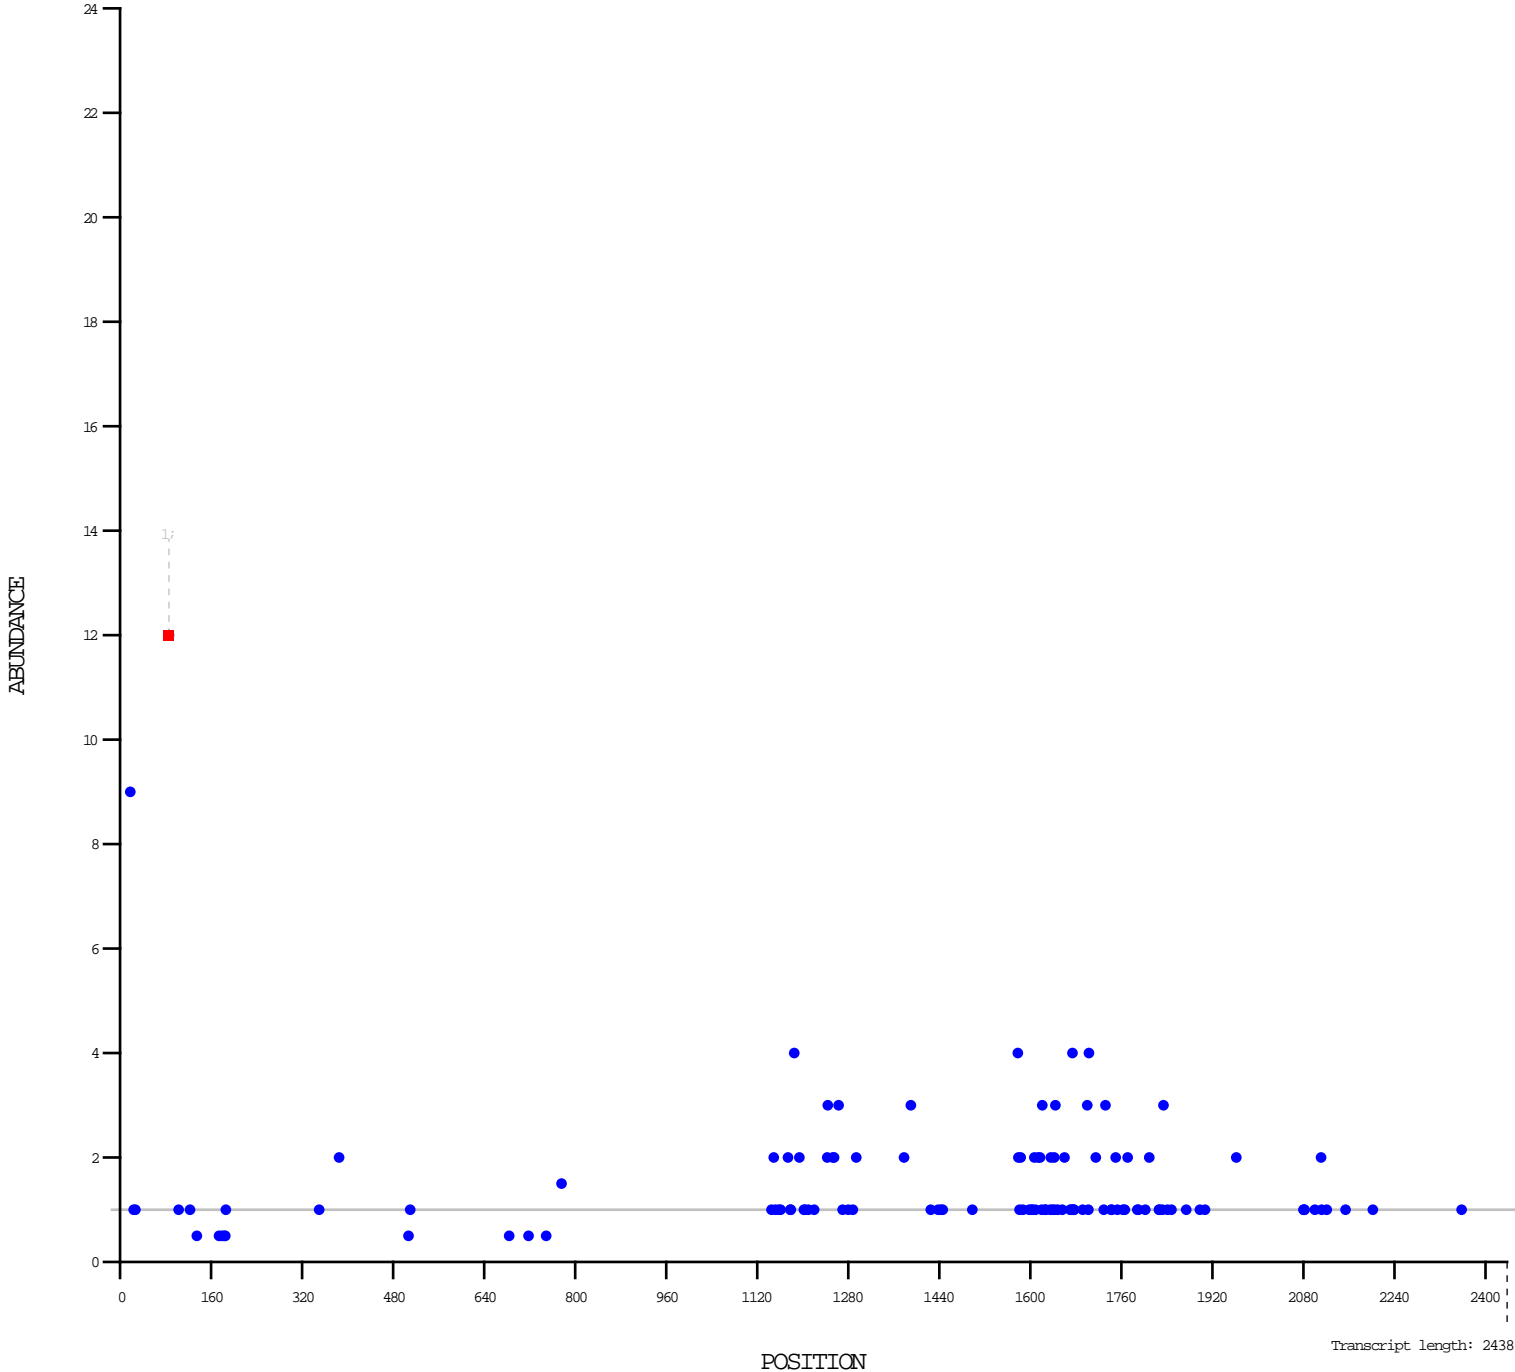

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ 0 #1 Position:86 Abundance: 12.00(deg) 1(sRNA)  
5' ACAGGAGGTGGAACAAATATGAAA 3' ID:  
3' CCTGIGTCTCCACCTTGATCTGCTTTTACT 5' p-value: 0.0

Cs5g09850.1 gene=Cs5g09850 CDS=271-969

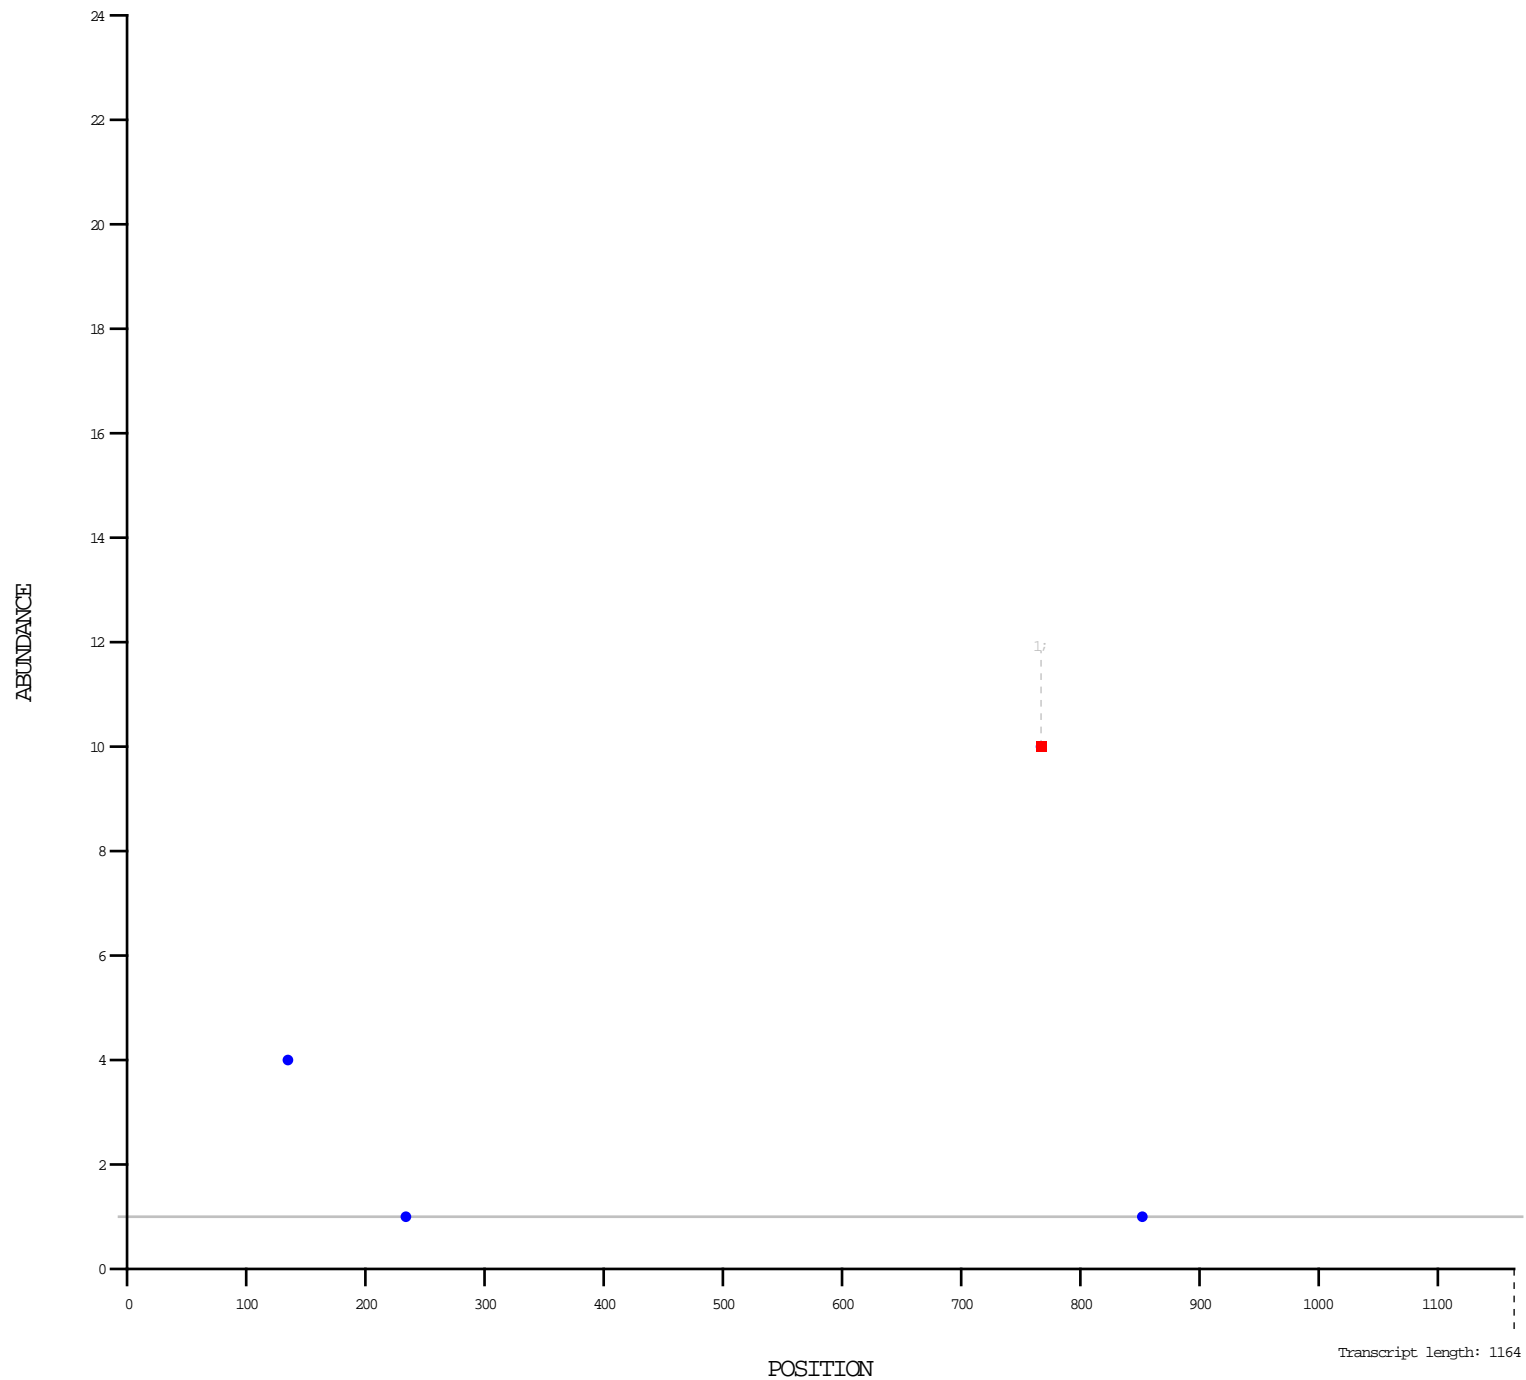

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ 0 #1 Position:767 Abundance: 10.00(deg) 1(sRNA)  
5' TTCCAC-AGCTTTCCTGACTG 3' ID:  
3' TCGAGGTGTTCGAAGAACTTGGTCCGGGG 5' Score: 3.0  
p-value: 0.01

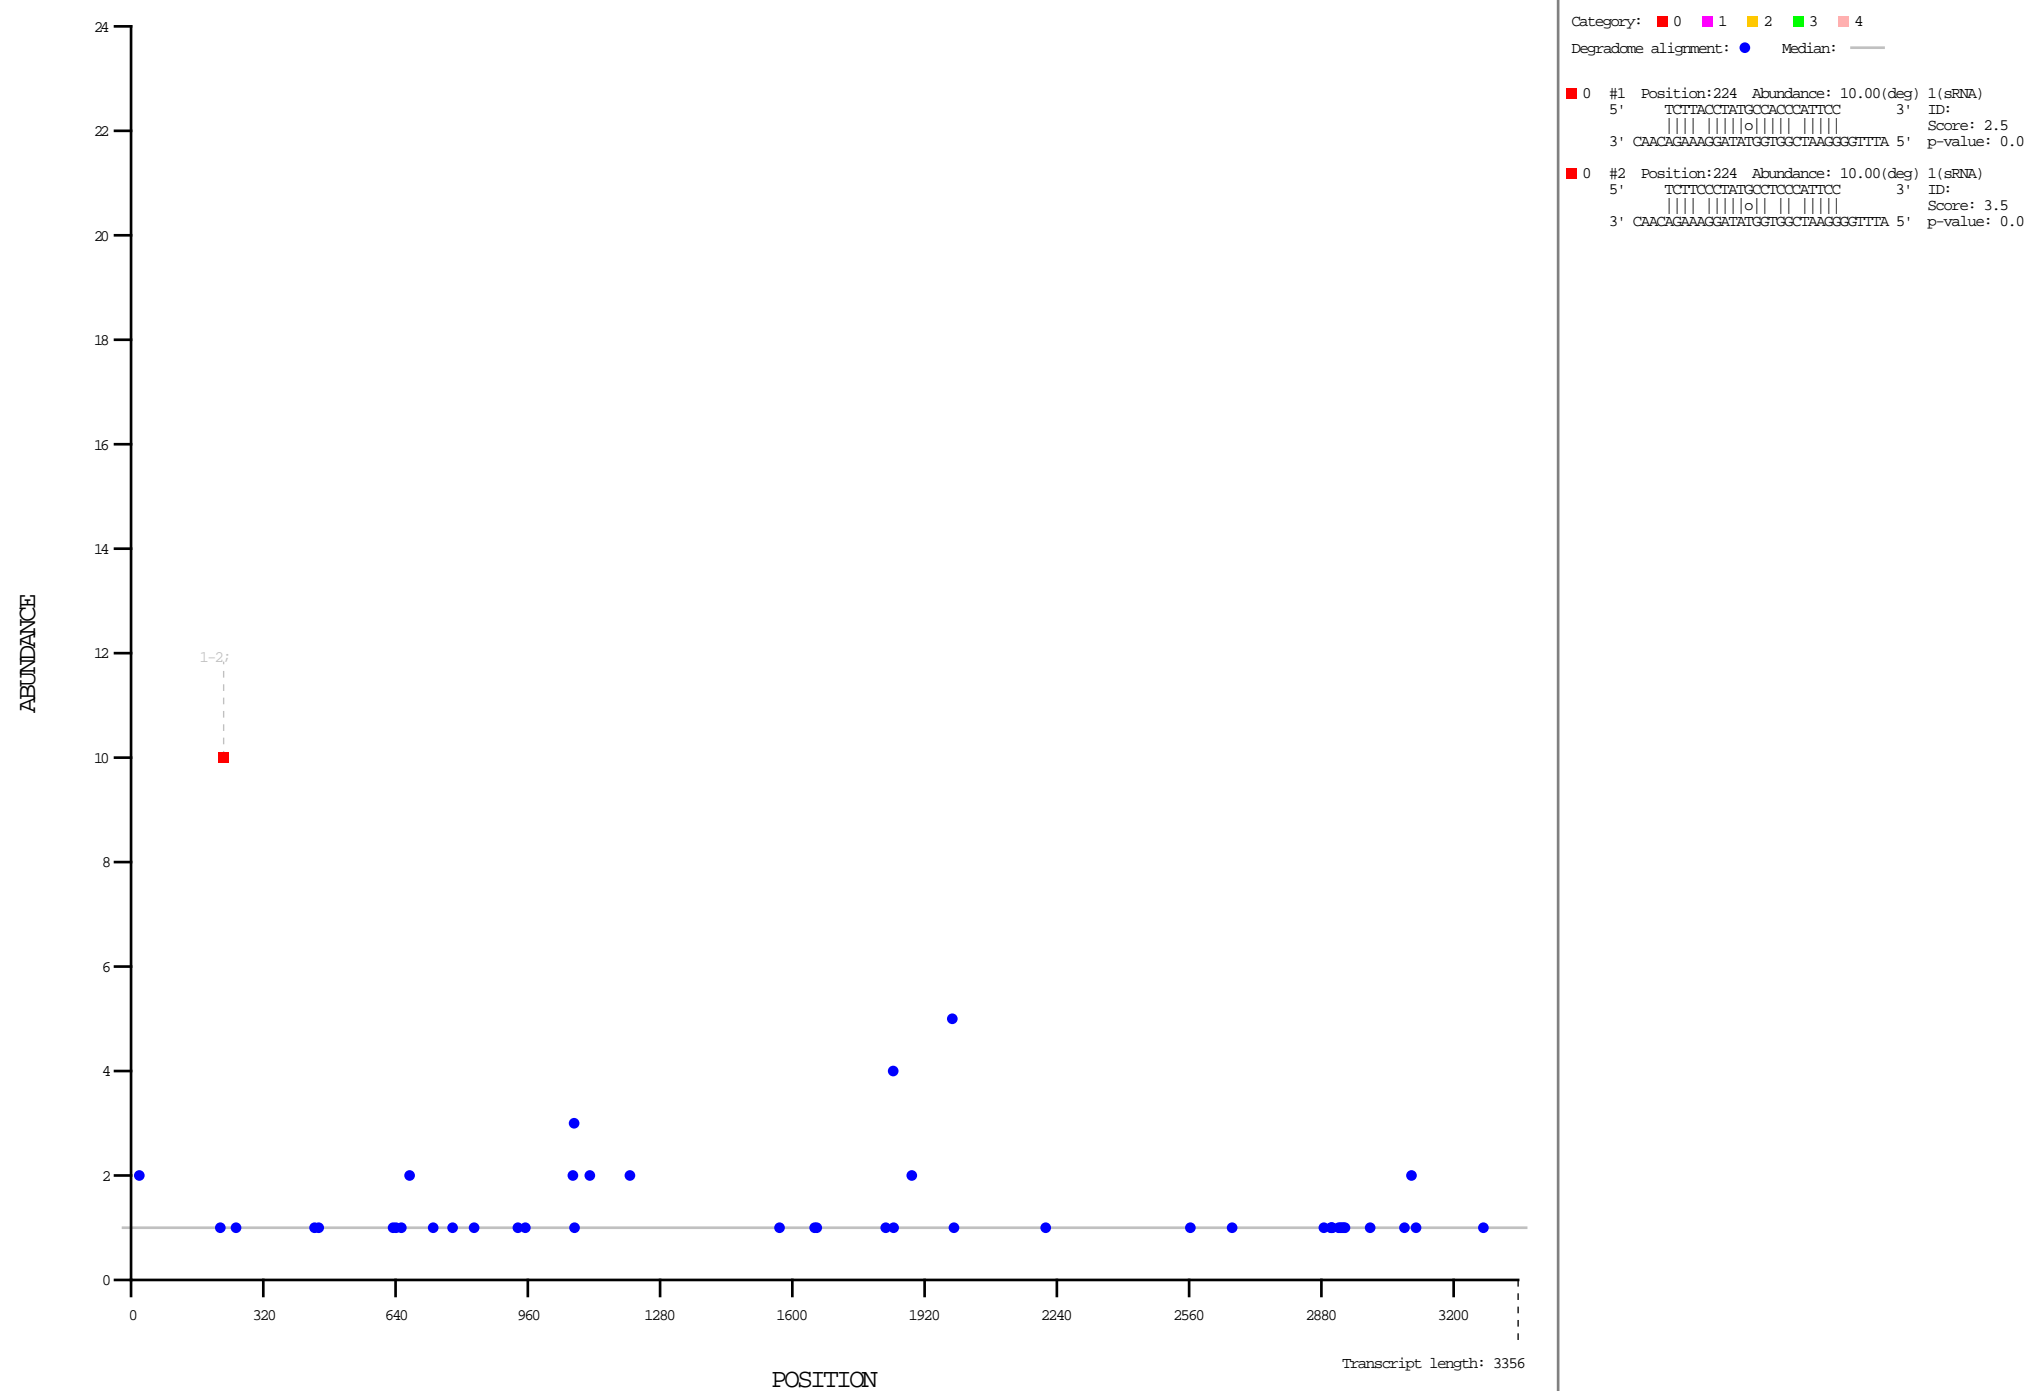

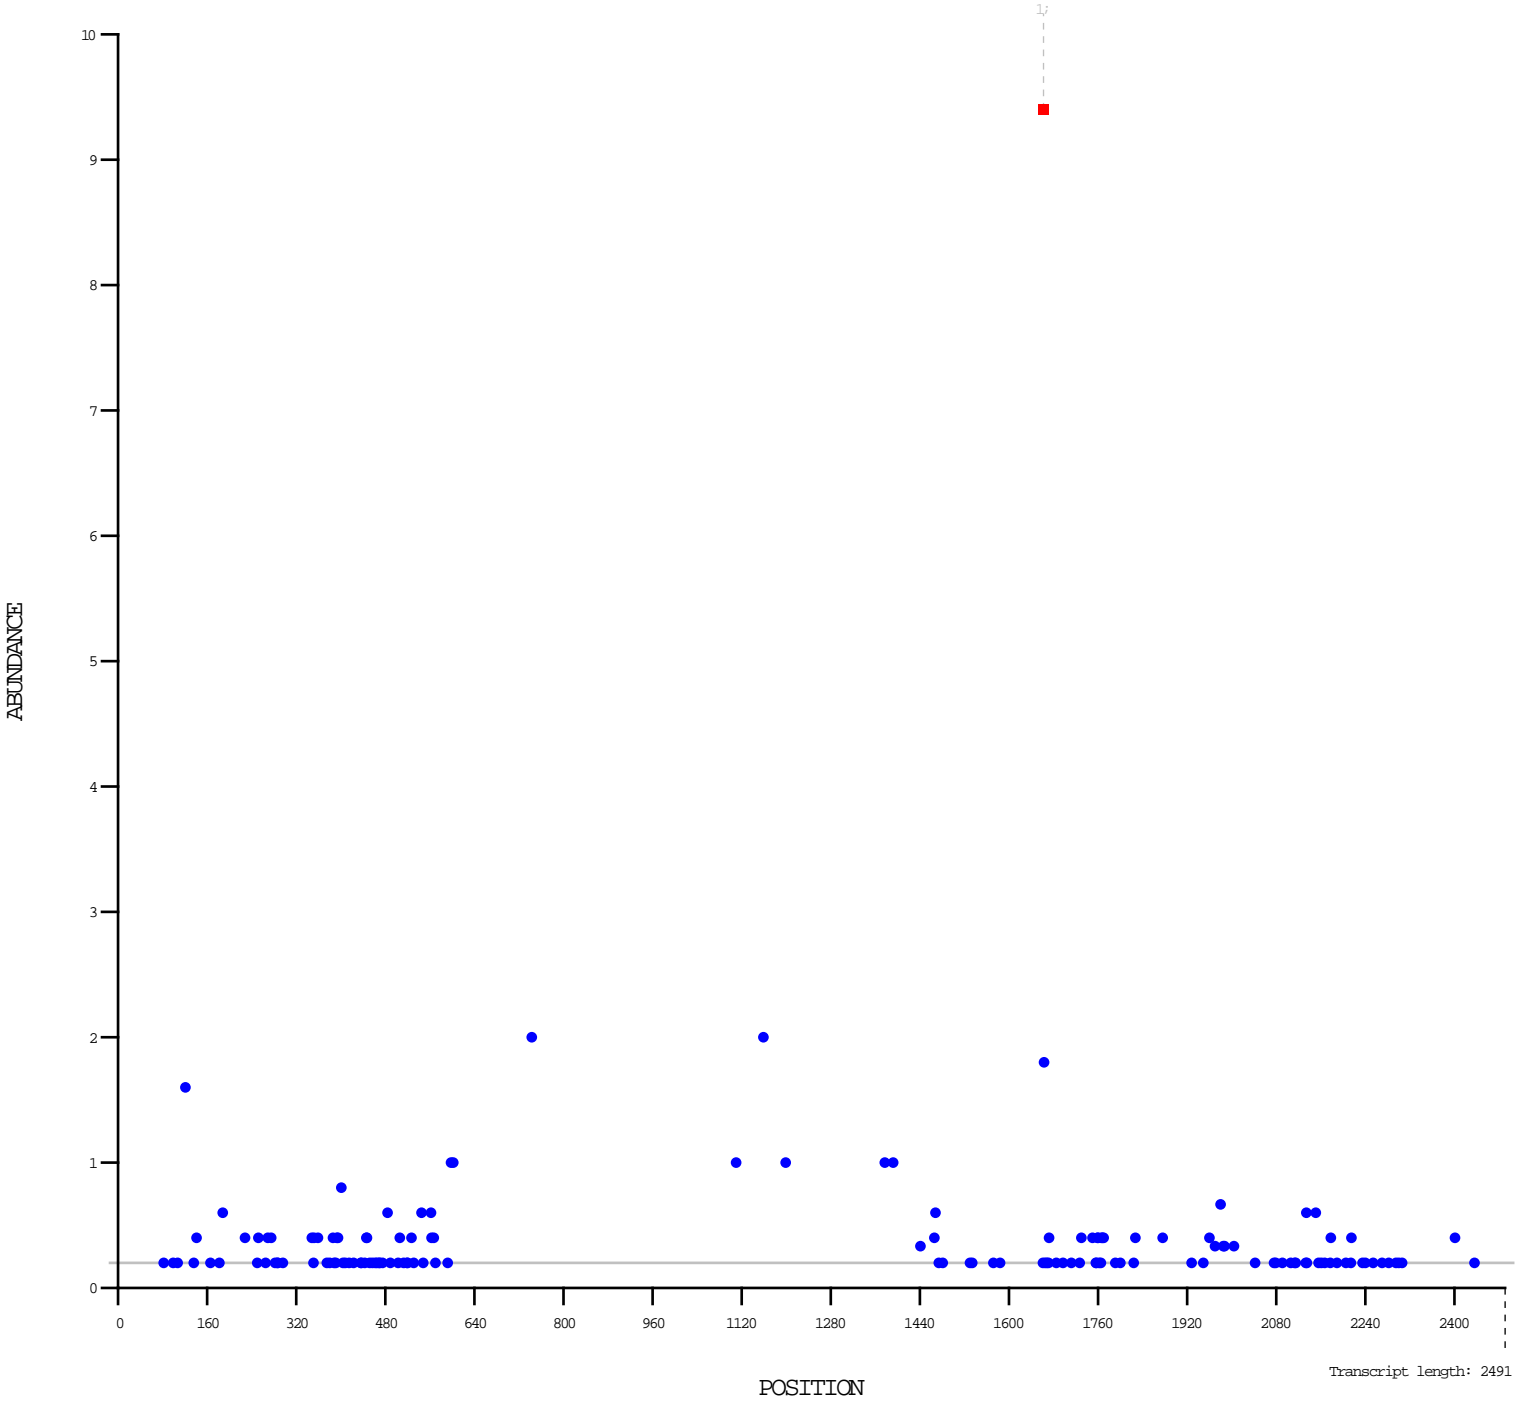

Category: 0 1 2 3 4

Degradome alignment: ● Median: —

■ 0 #1 Position:1662 Abundance: 9.40(deg) 1(sRNA)

5' TGACAGAGAGAGTGGAC 3' ID:

3' TCCTACTGTCCTCTCTCTCTGTAAGAGTCT 5' p-value: 0.0

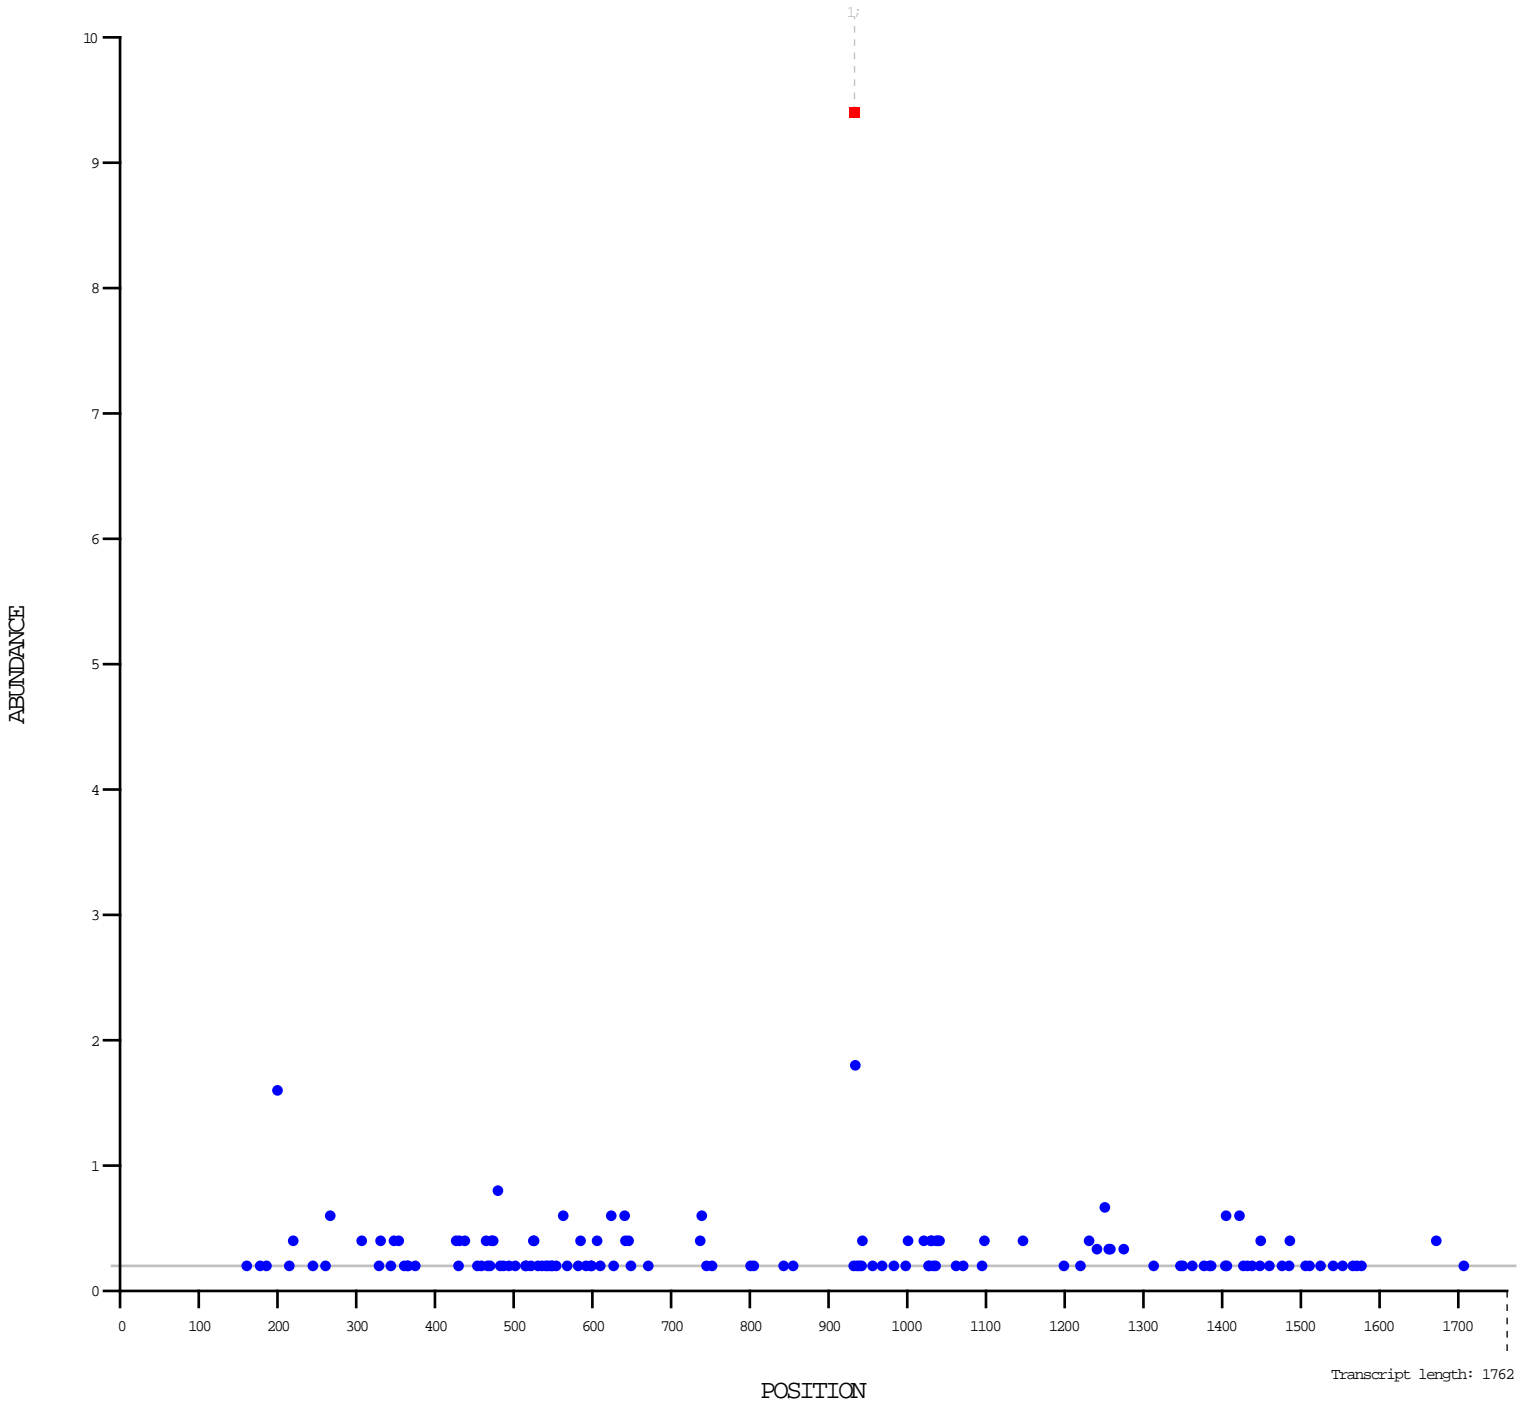

Category: 0 1 2 3 4  
Degradome alignment: ● Median: —

0 #1 Position:933 Abundance: 9.40(deg) 1(sRNA)  
5' TGACAGAGAGAGTGGAC 3' ID:  
3' TOCTACTGTCCTCTCTCTCTGTAAGAGTCT 5' p-value: 0.0

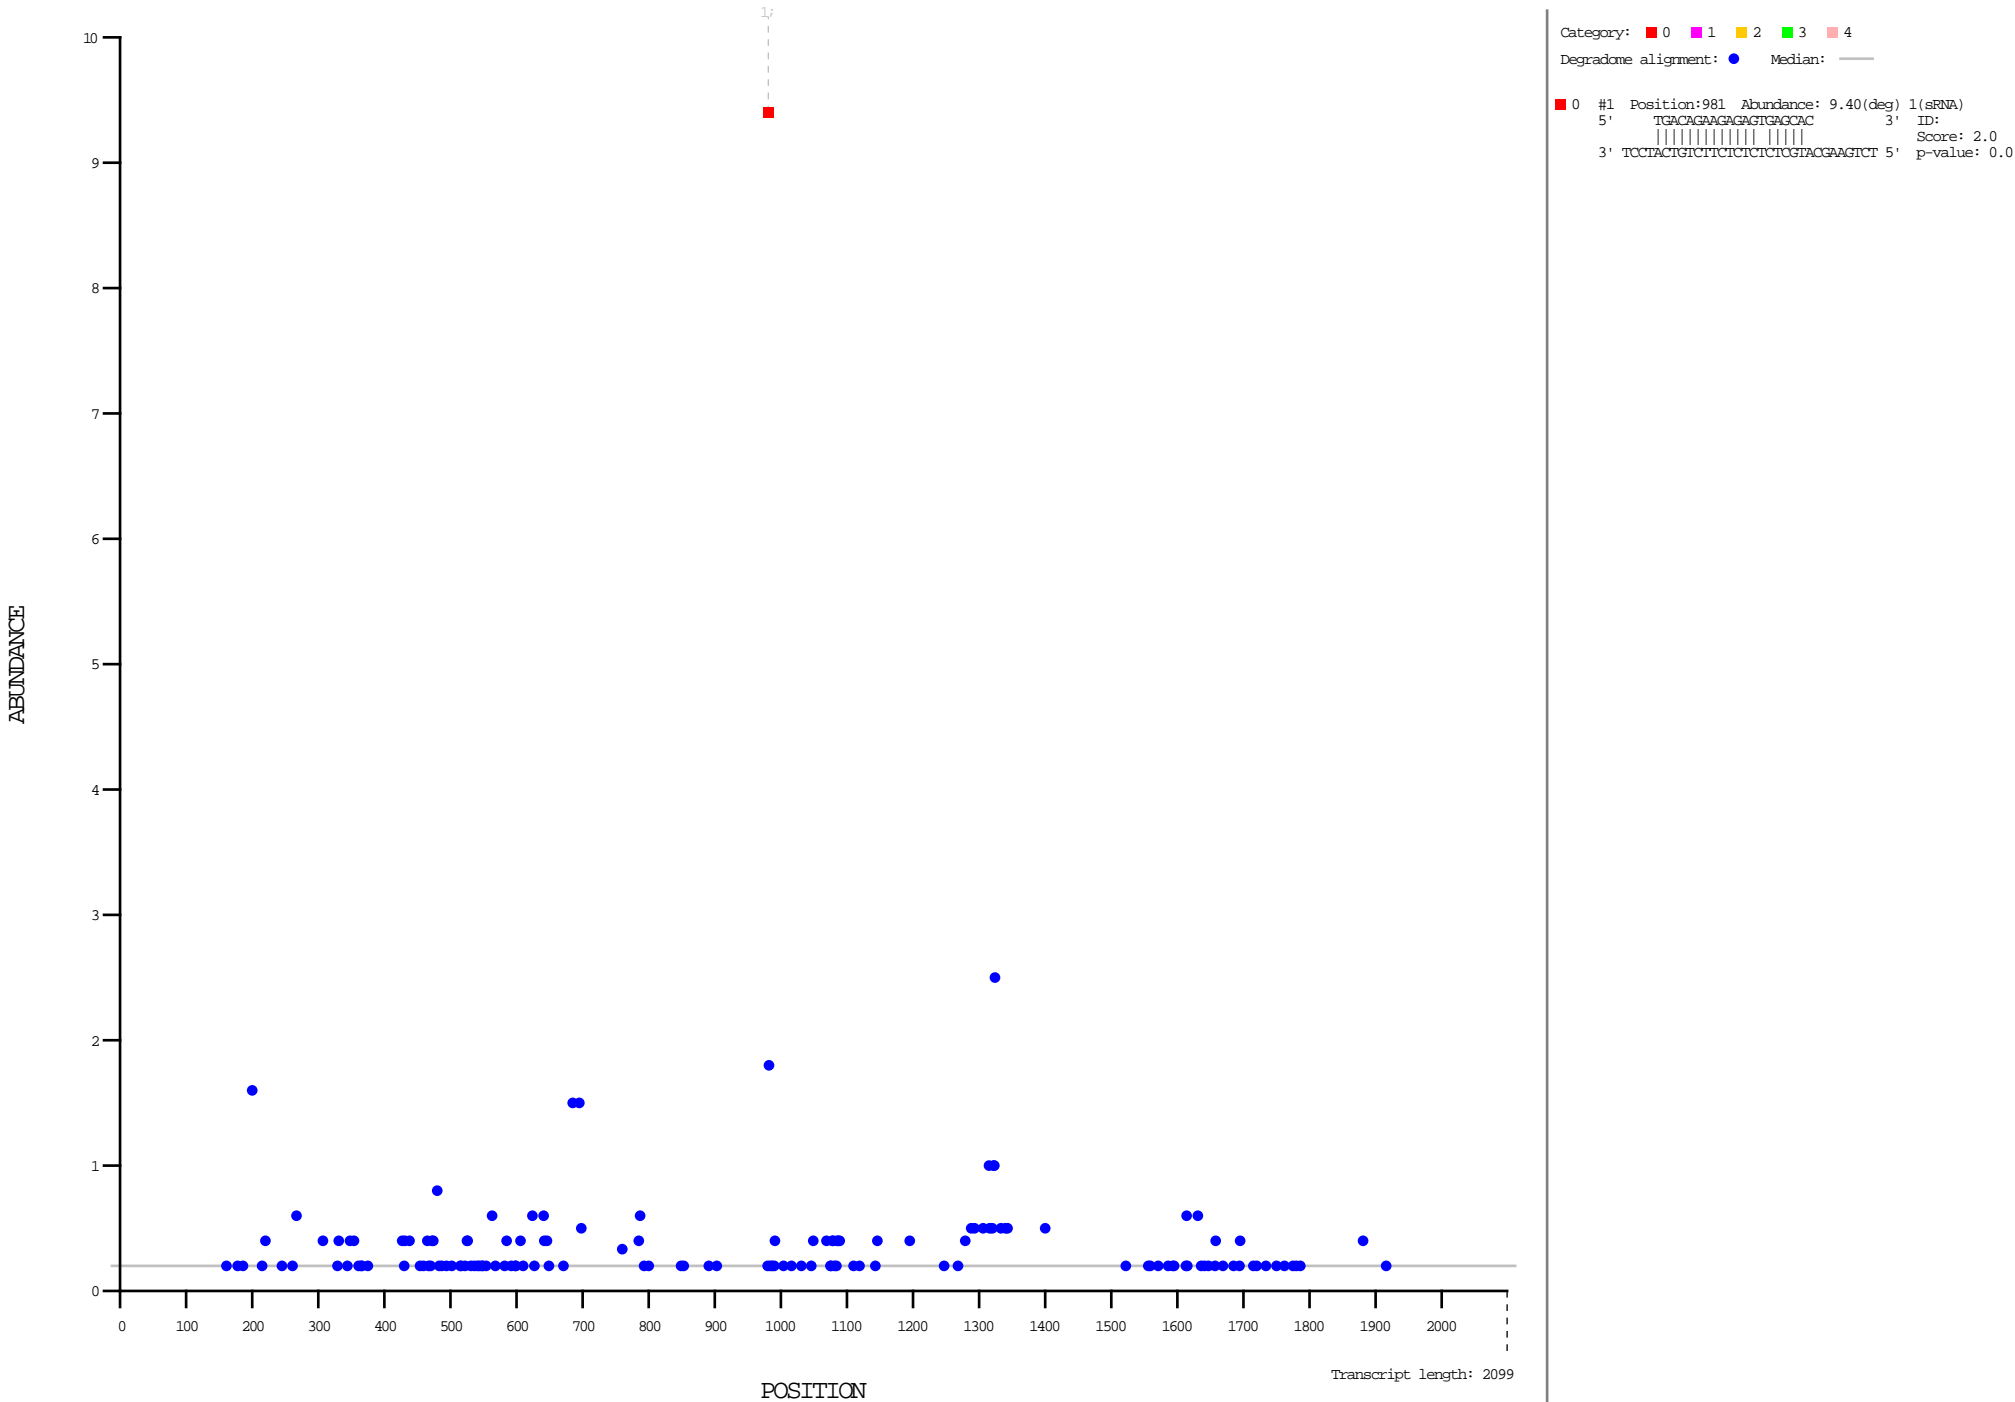

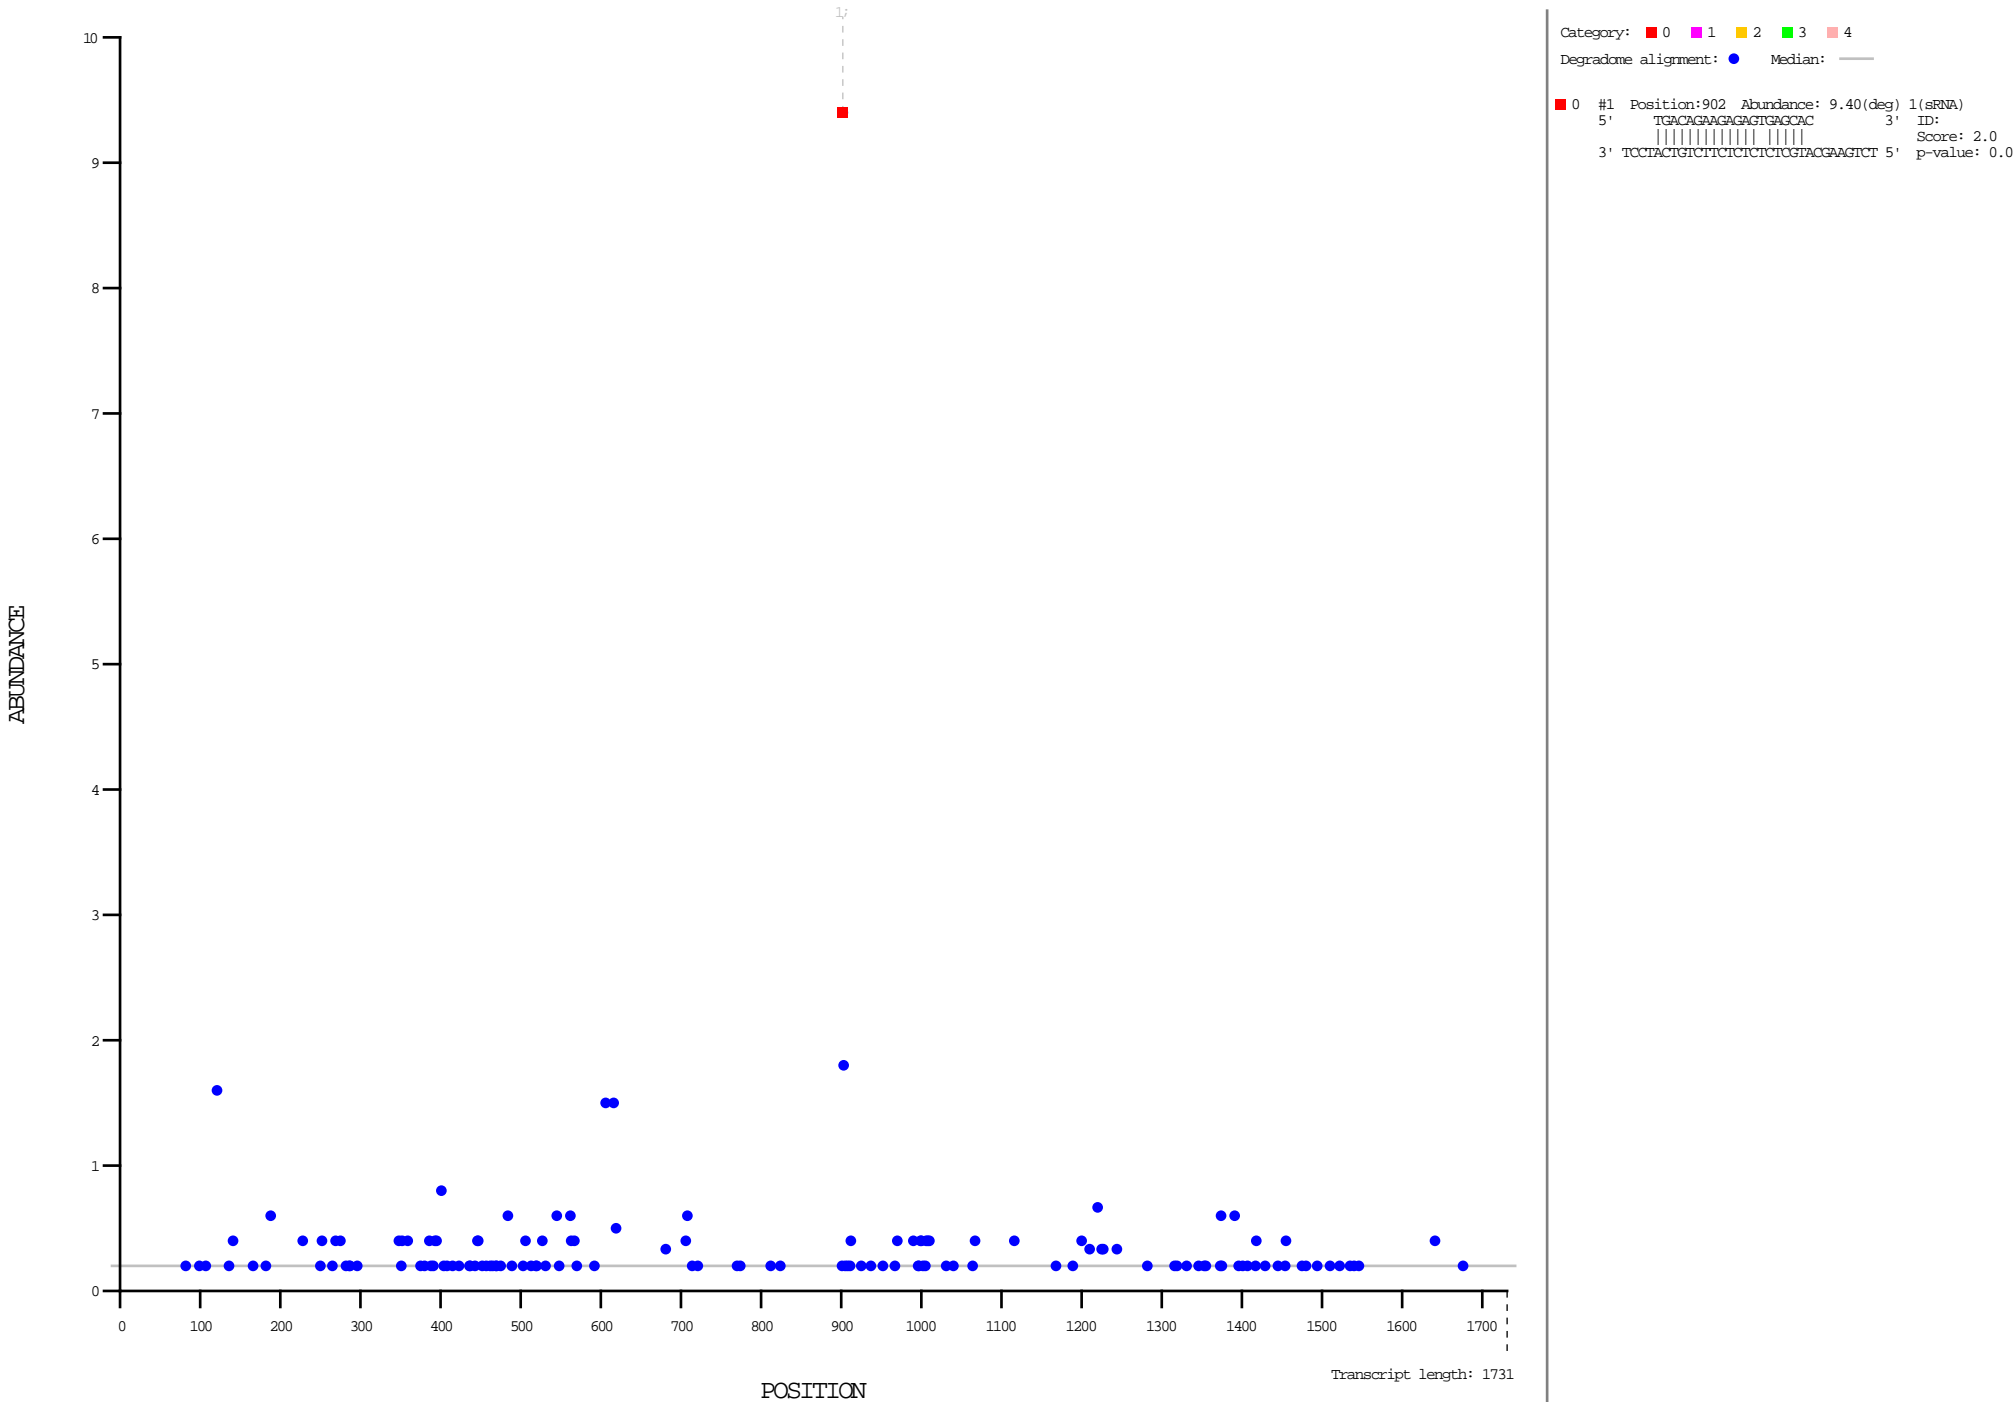

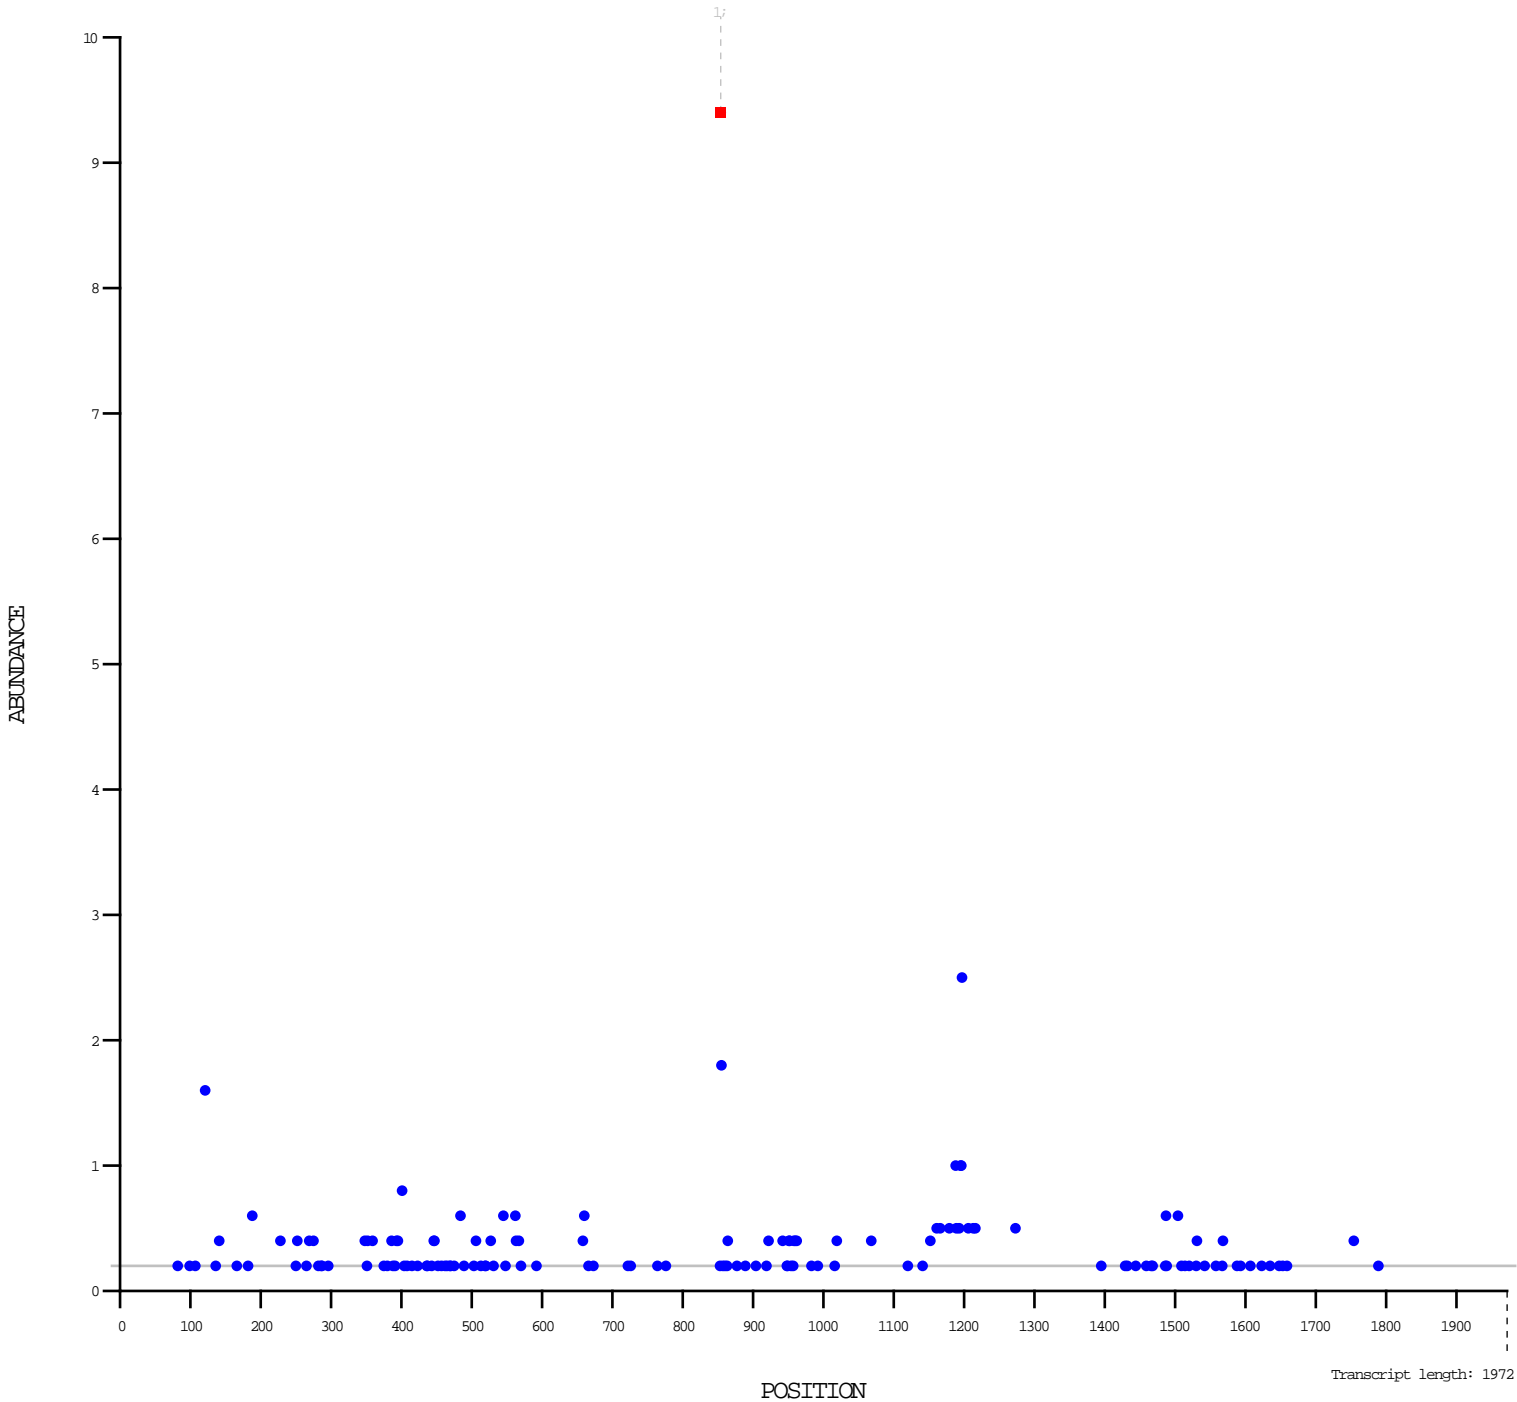

Category: 0 1 2 3 4  
Degradome alignment: ● Median: —

0 #1 Position:854 Abundance: 9.40(deg) 1(sRNA)  
5' TGACAGAGAGAGTGGAC 3' ID:  
3' TOCTACTGTCCTCTCTCTCTGTAAGAGTCT 5' p-value: 0.01

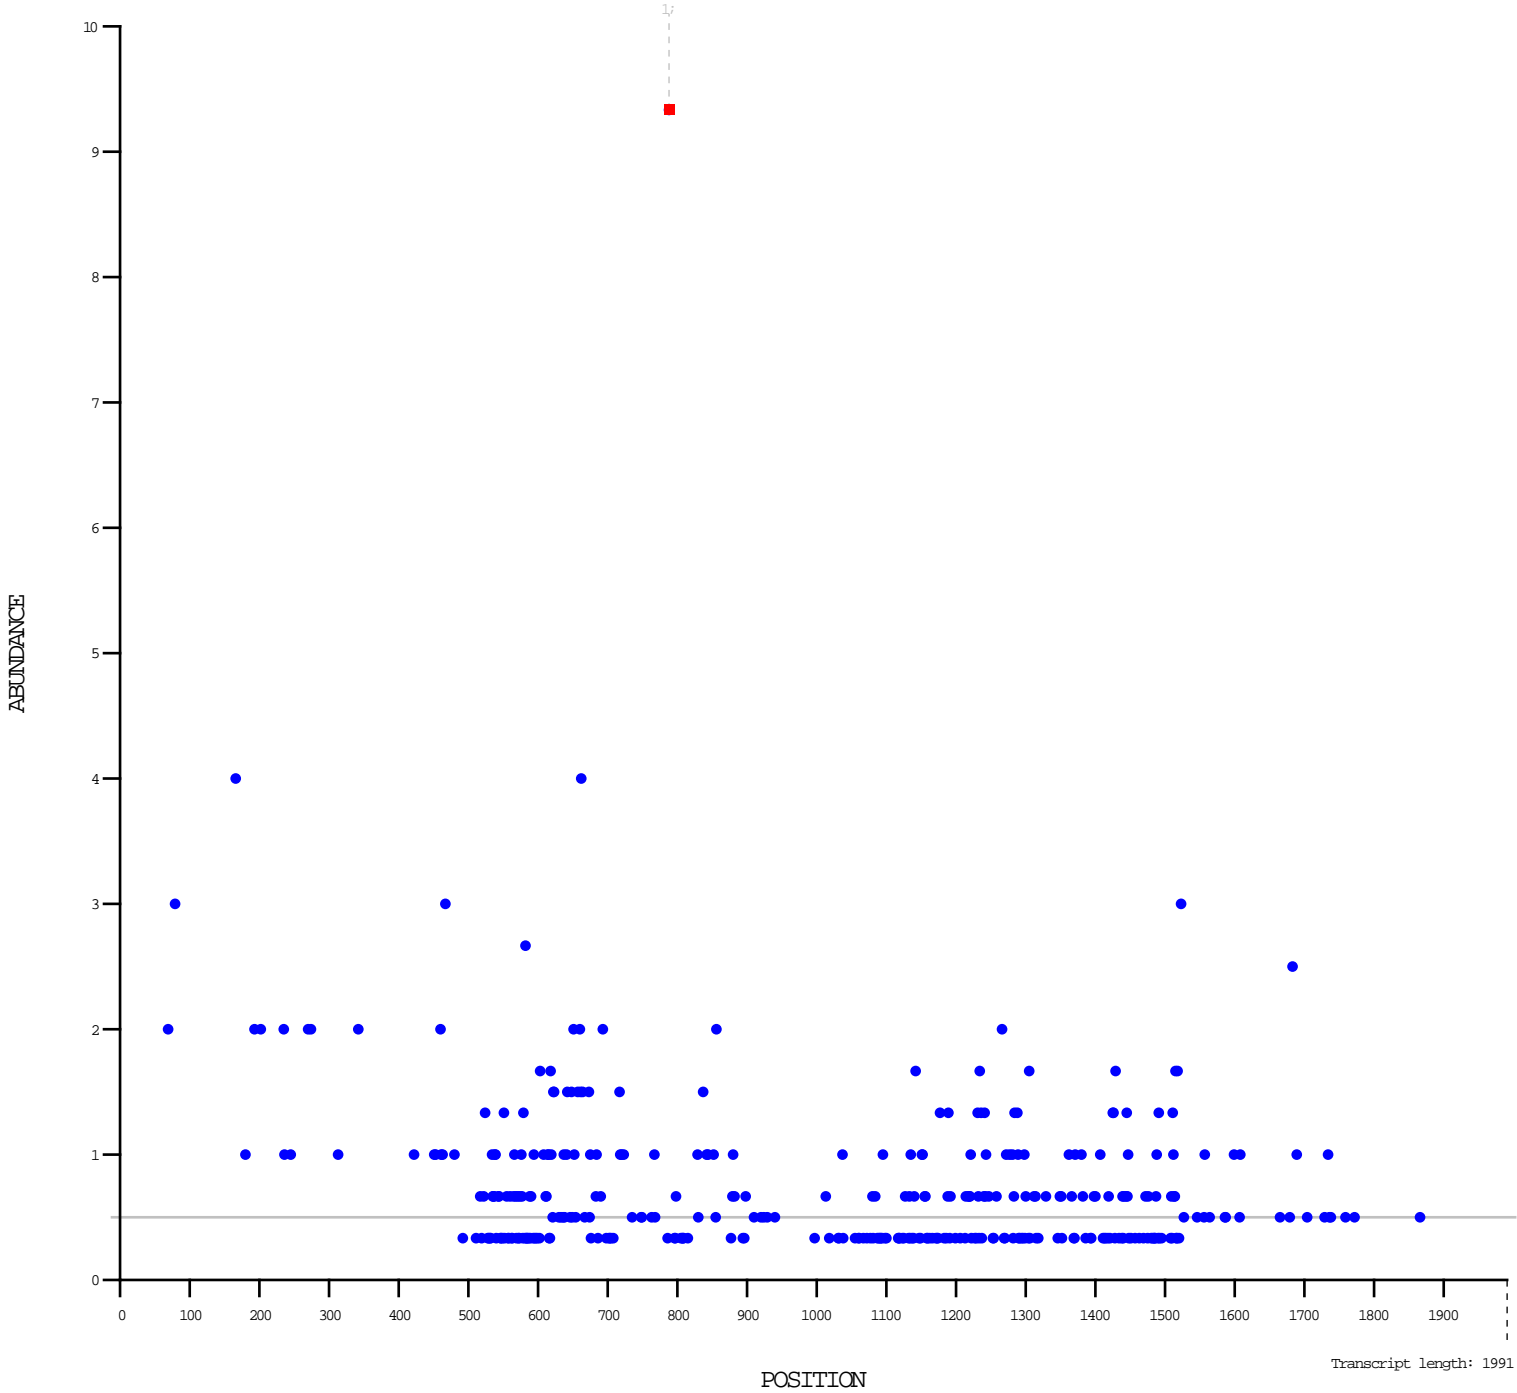

Category: 0 1 2 3 4

Degradome alignment: Median:

0 #1 Position:788 Abundance: 9.33(deg) 1(sRNA)

5' TCCTCCCTATGCTCCATTC 3' ID:

3' GAGACG-AGGGGTACGGGGGGTAAAGCGGGTA 5' p-value: 0.0

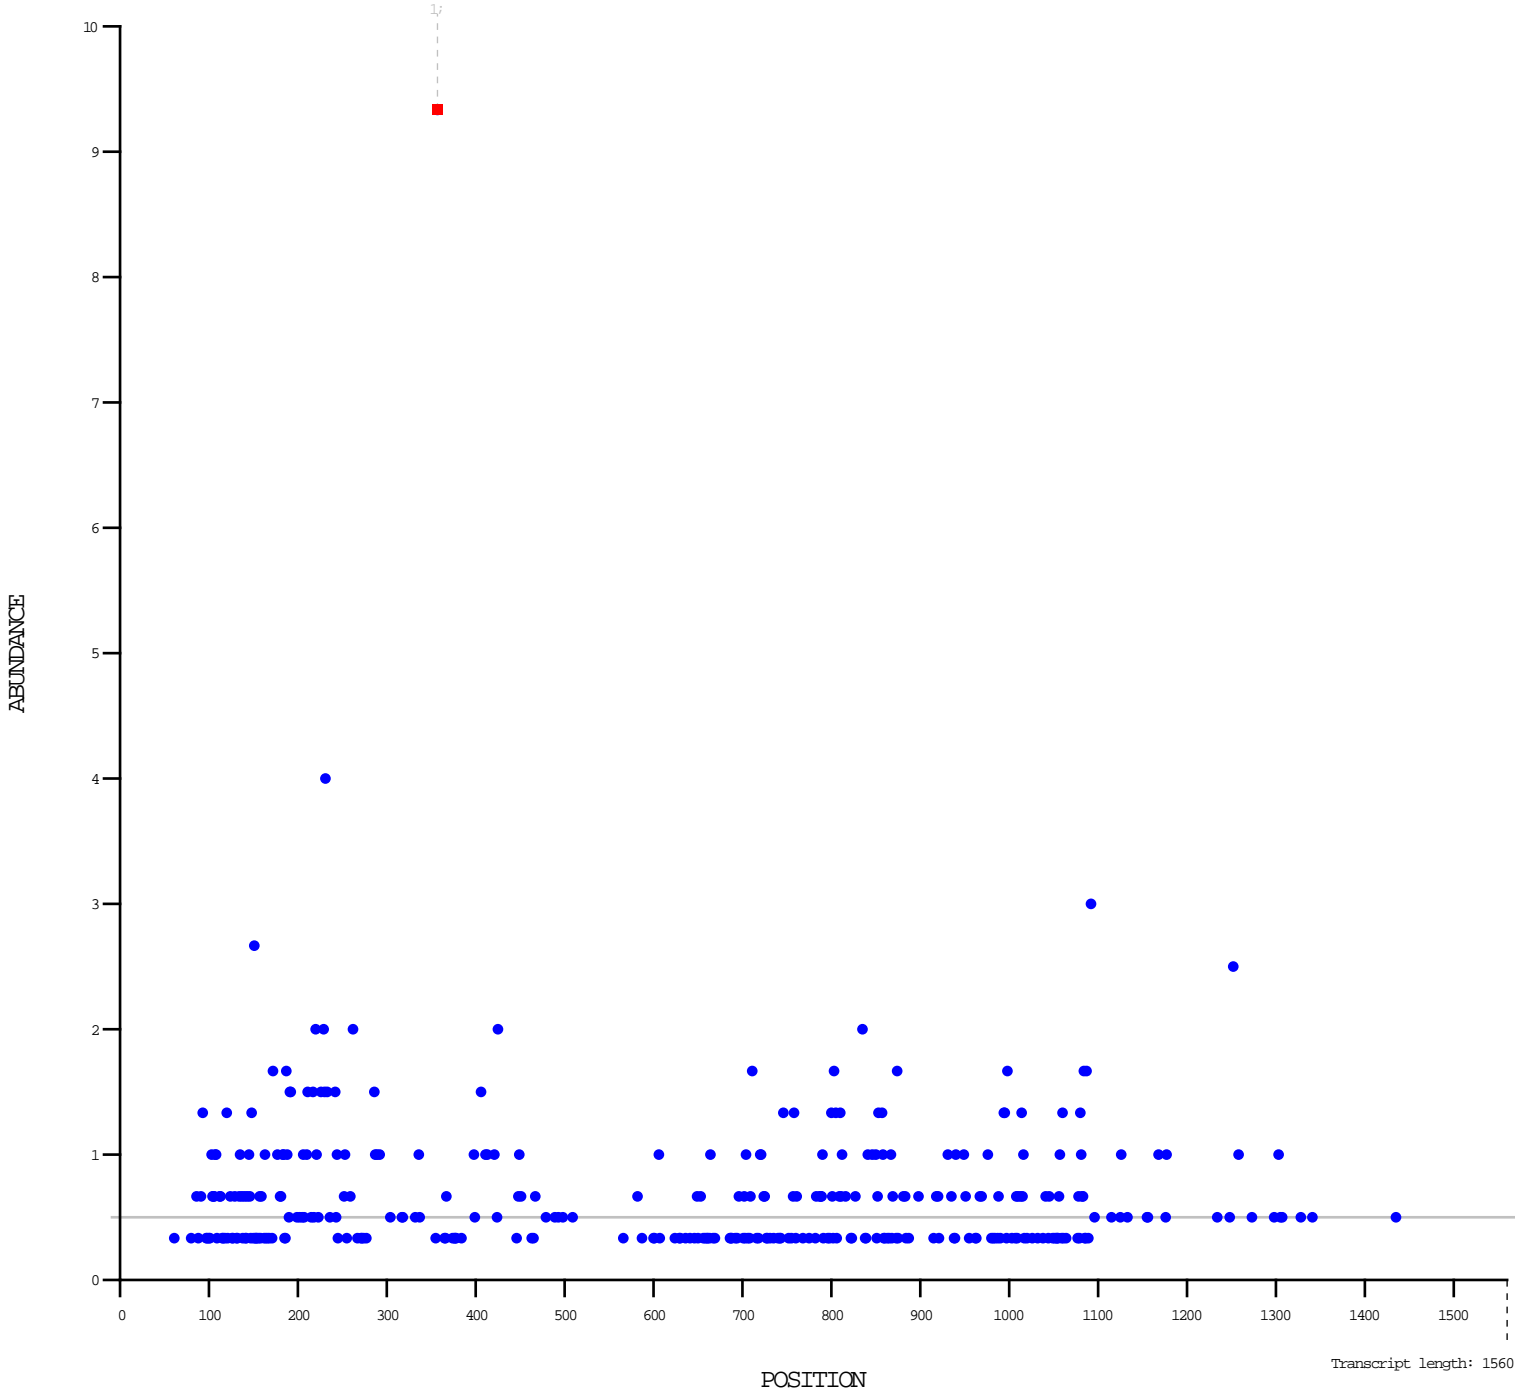

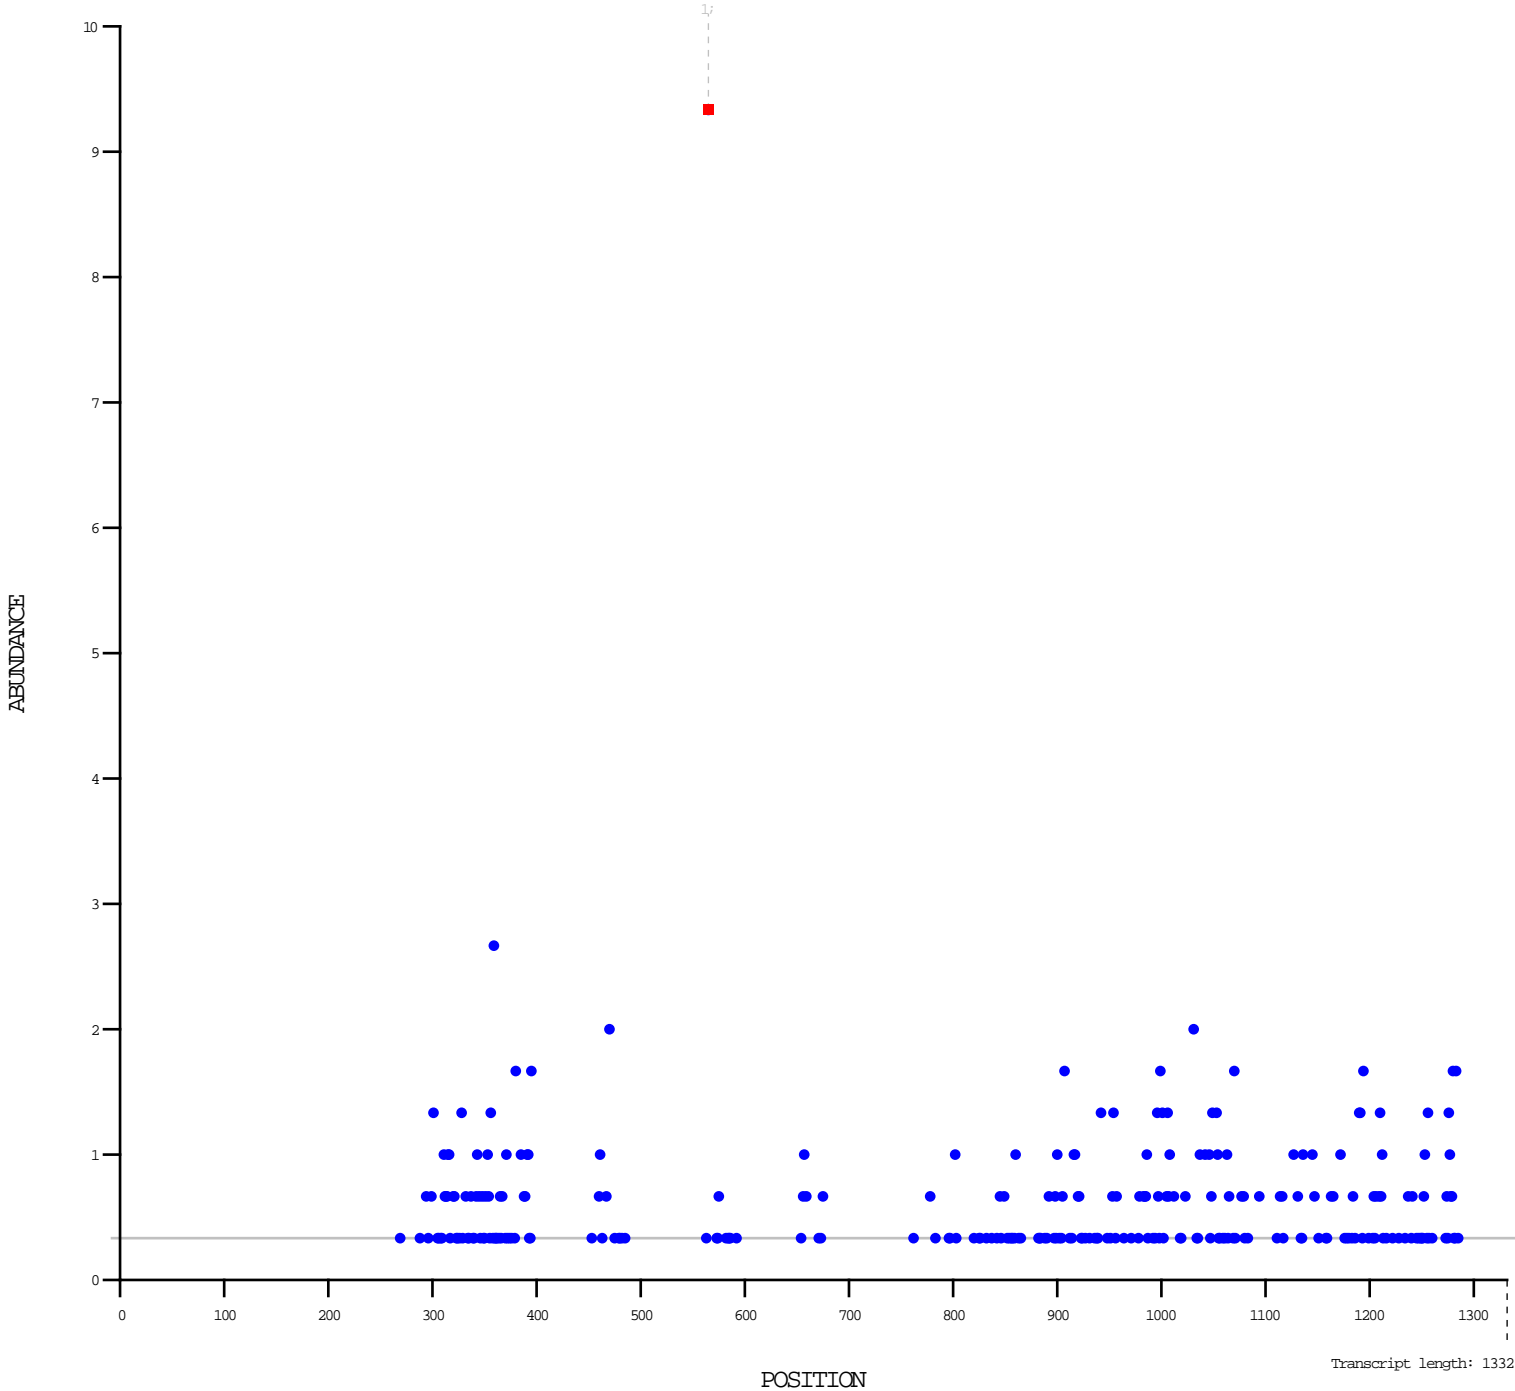

Category: 0 1 2 3 4  
Degradome alignment: ● Median: —

0 #1 Position:565 Abundance: 9.33(deg) 1(sRNA)  
5' TCCTCCCTATGCTCCCATTC 3' ID:  
3' GAGACG-AGGGGTACGAGGGGTAGGCGGGTA 5' p-value: 0.03

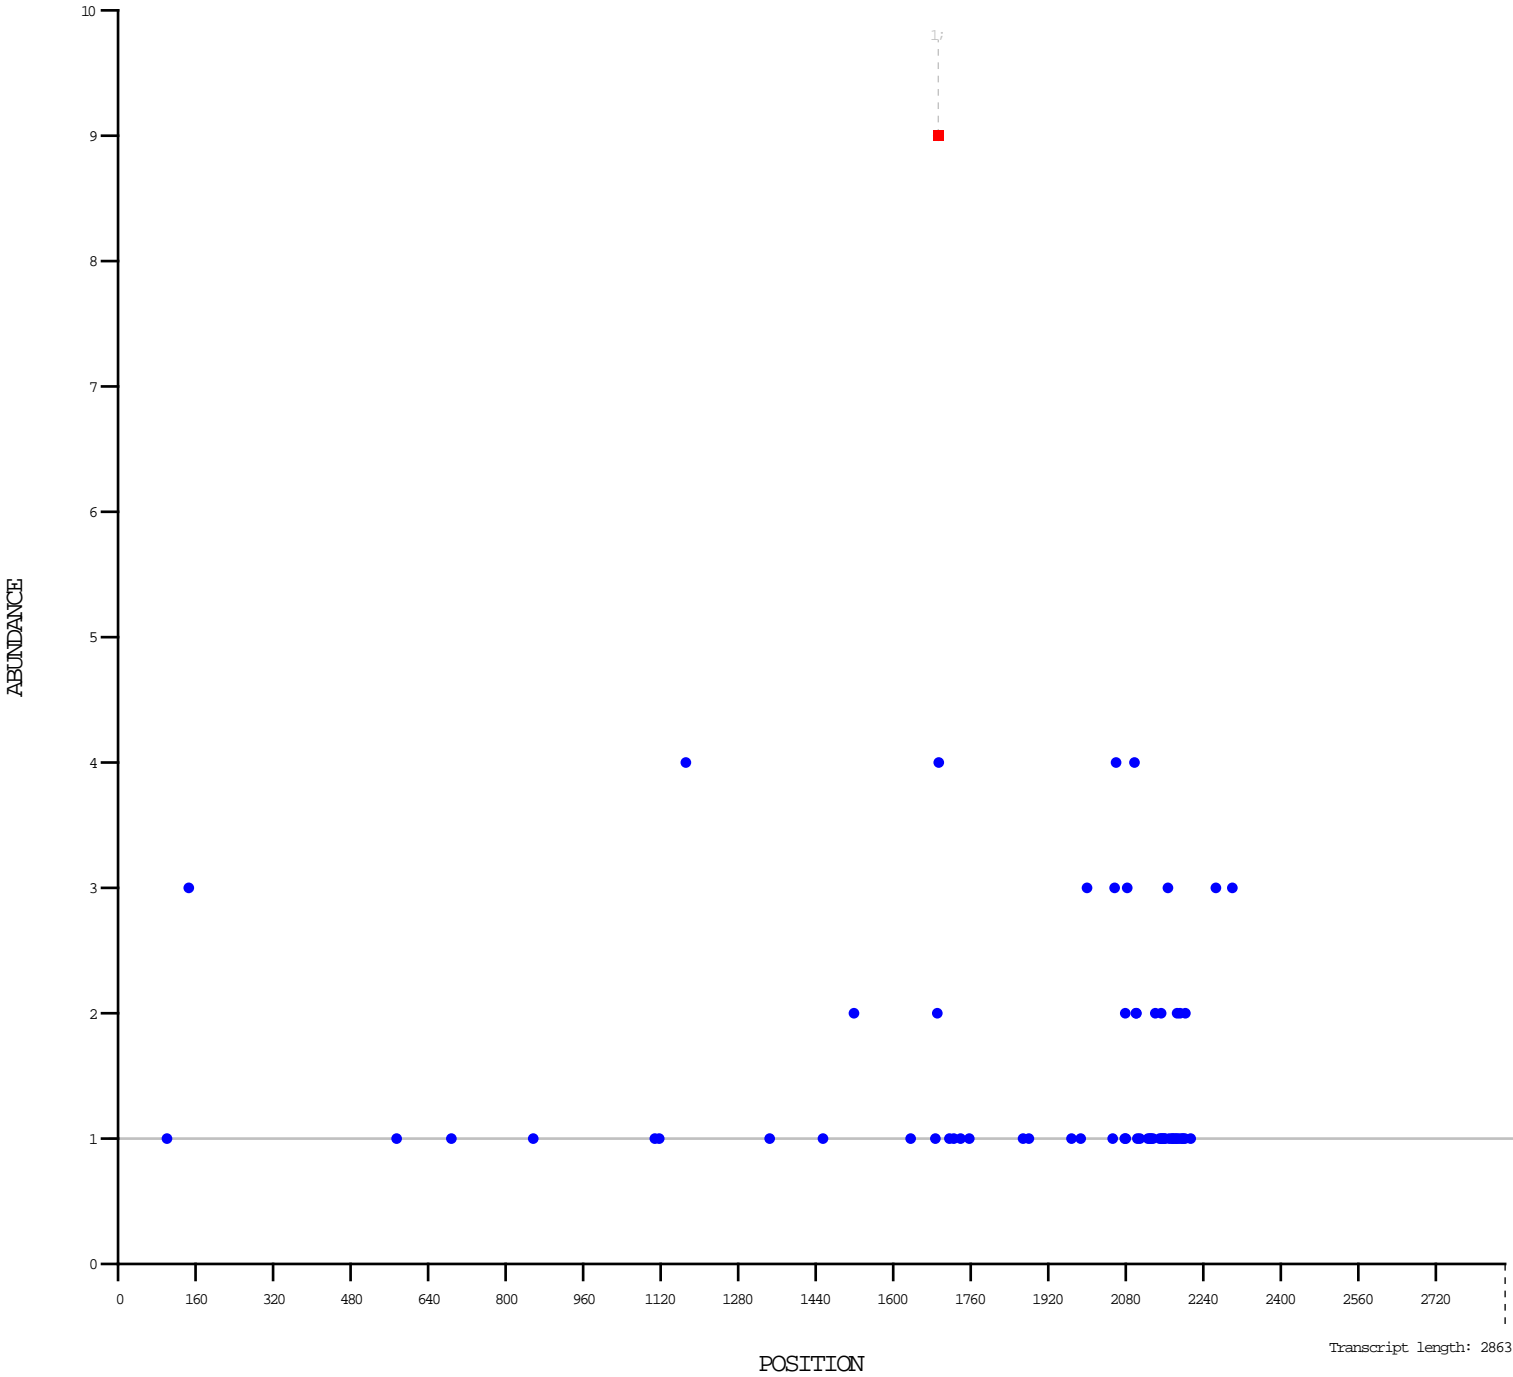

Category: 0 1 2 3 4

Degradome alignment: Median:

0 #1 Position:1693 Abundance: 9.00(deg) 1(sRNA)

5' TGACAGAGAGAGTGGAC 3' ID:

3' ATCTACTGTCCTCTCCACTGGTATCGGCTA 5' p-value: 0.02

orange1.1t04537.1 gene=orange1.1t04537 CDS=344-3817

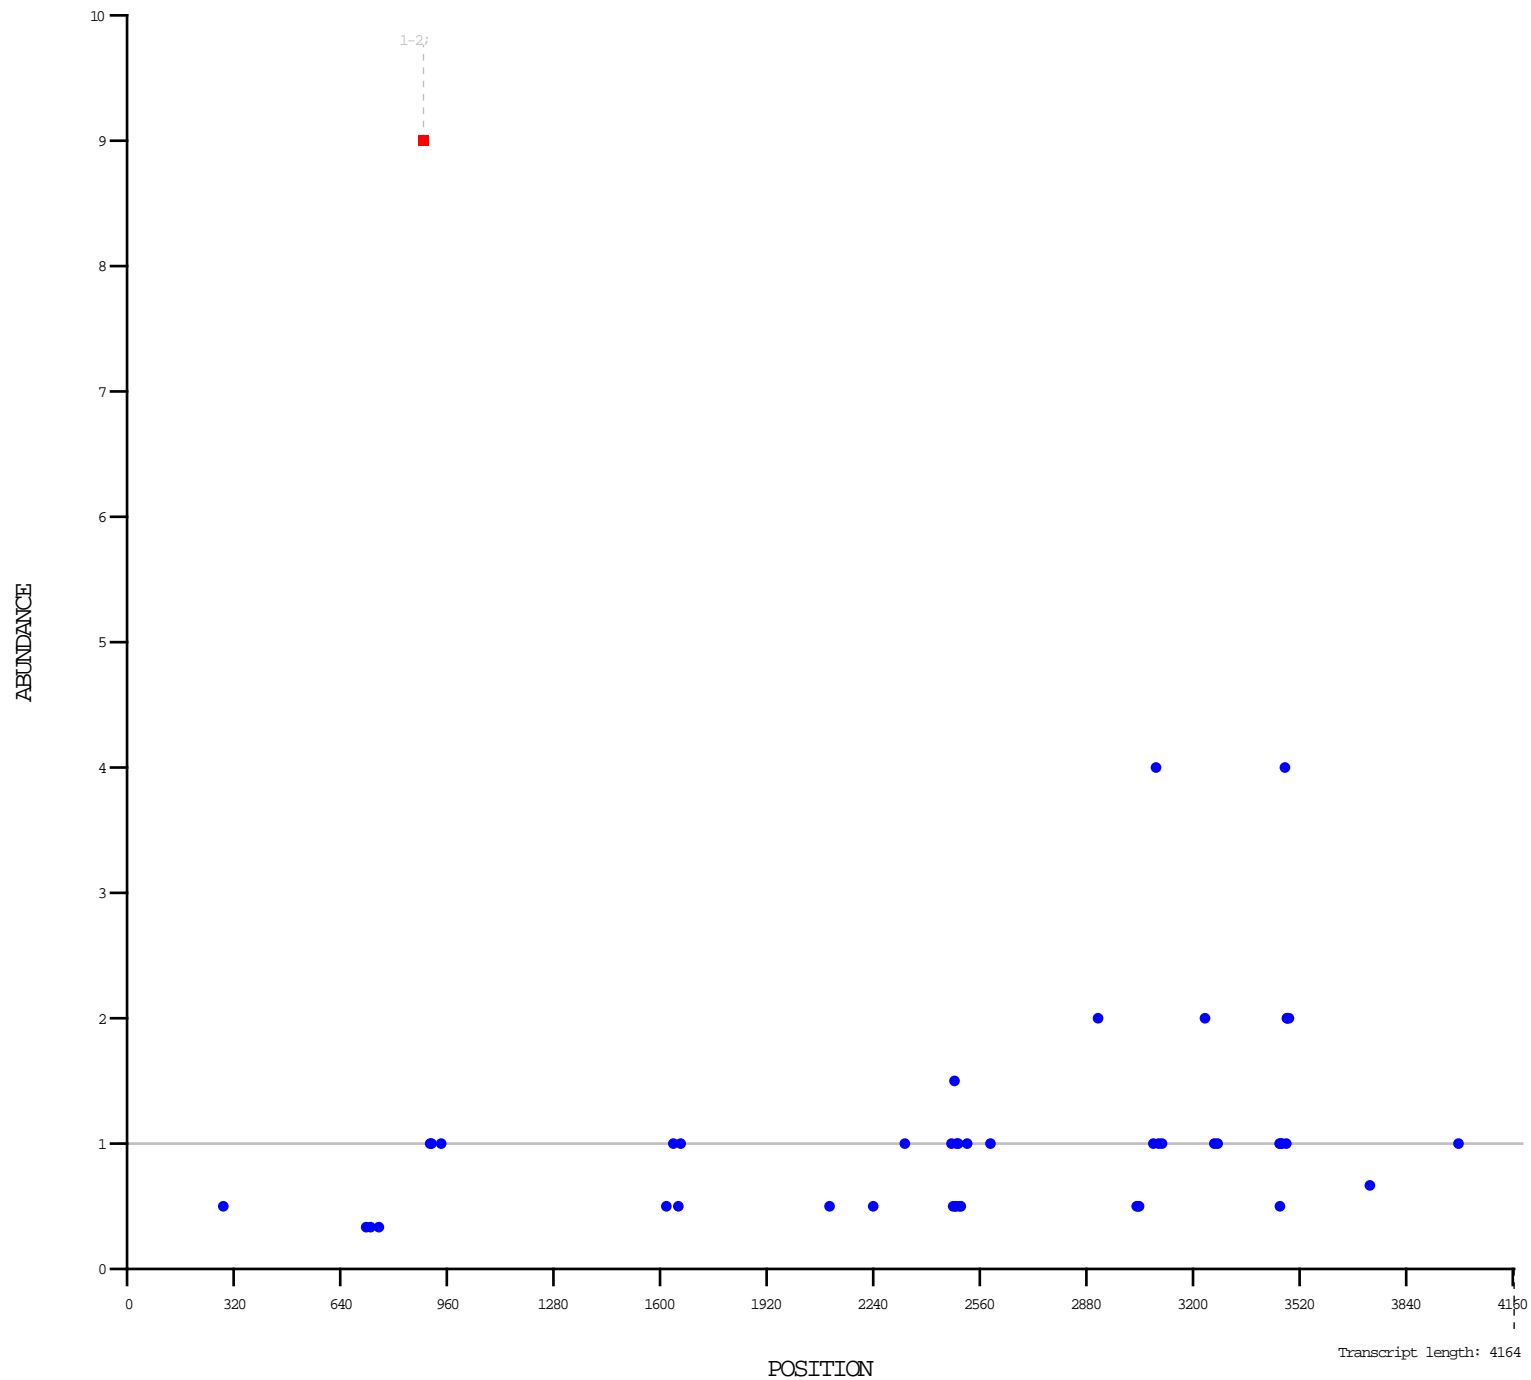

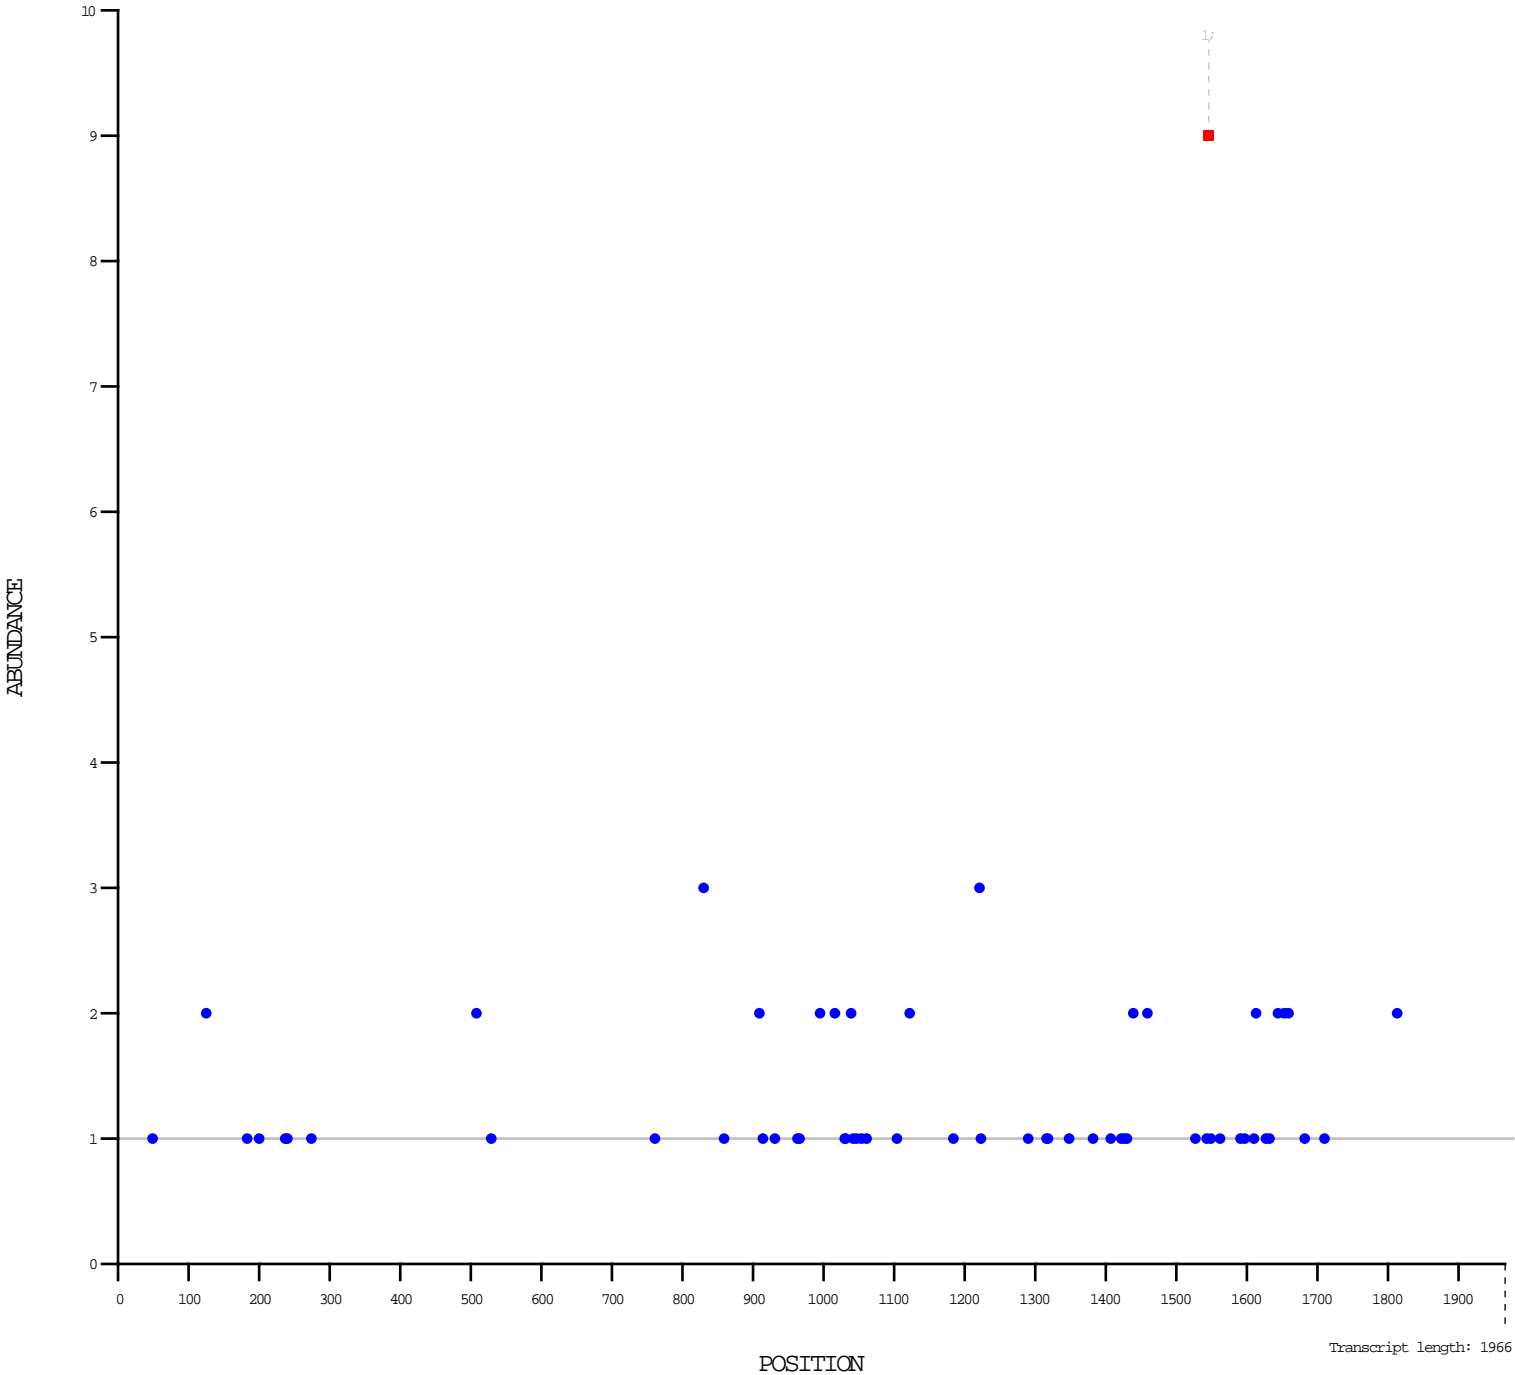

Category: 0 1 2 3 4

Degradome alignment: Median:

0 #1 Position:1546 Abundance: 9.00(deg) 1(sRNA)

5' TGGATCTTGATGATGCTGCAG 3' ID:

3' ACTTCCCTTAGGACTACTAGAGTCACTCT 5' p-value: 0.0

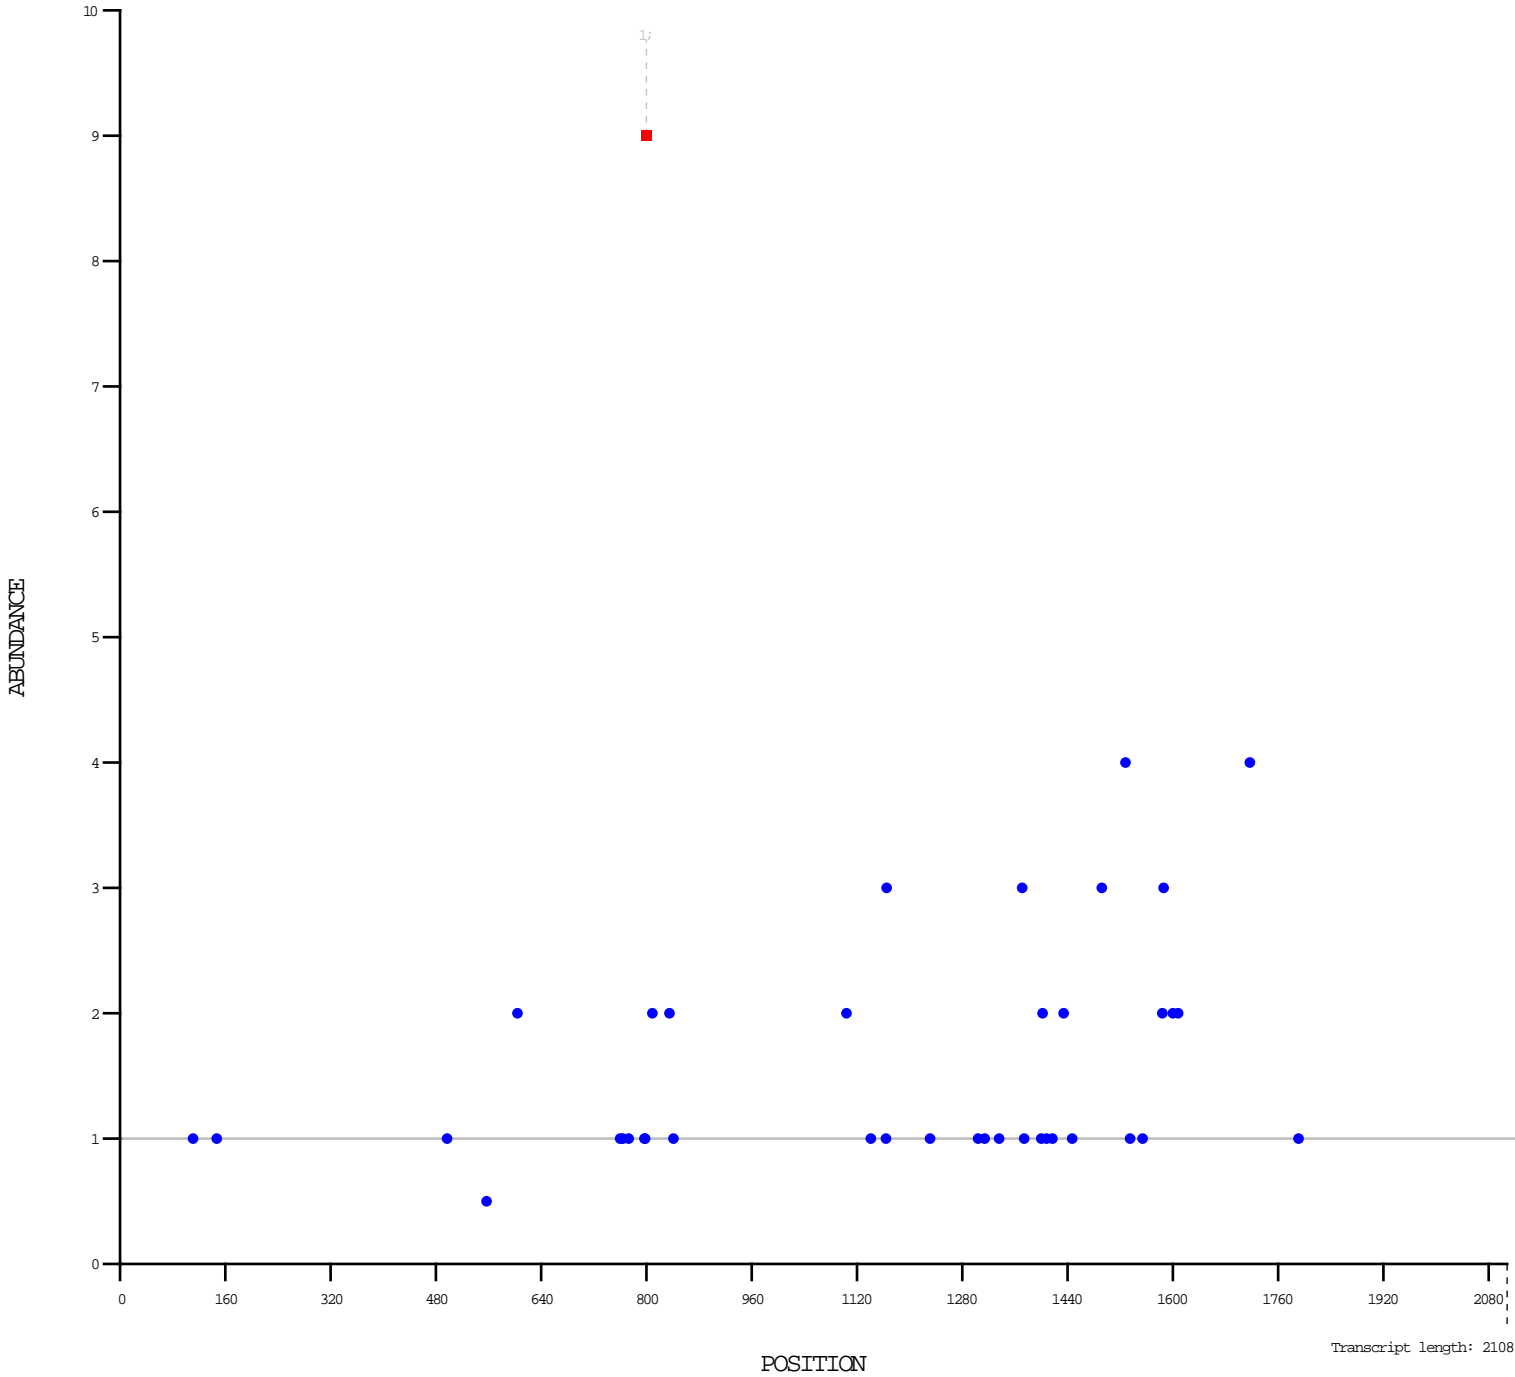

Category: 0 1 2 3 4

Degradome alignment: ● Median: —

0 #1 Position:800 Abundance: 9.00(deg) 1(sRNA)

5' TCATGTGAGTGCAGCGTGTGATG 3' ID:

3' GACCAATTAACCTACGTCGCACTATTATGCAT 5' Score: 1.5

p-value: 0.0

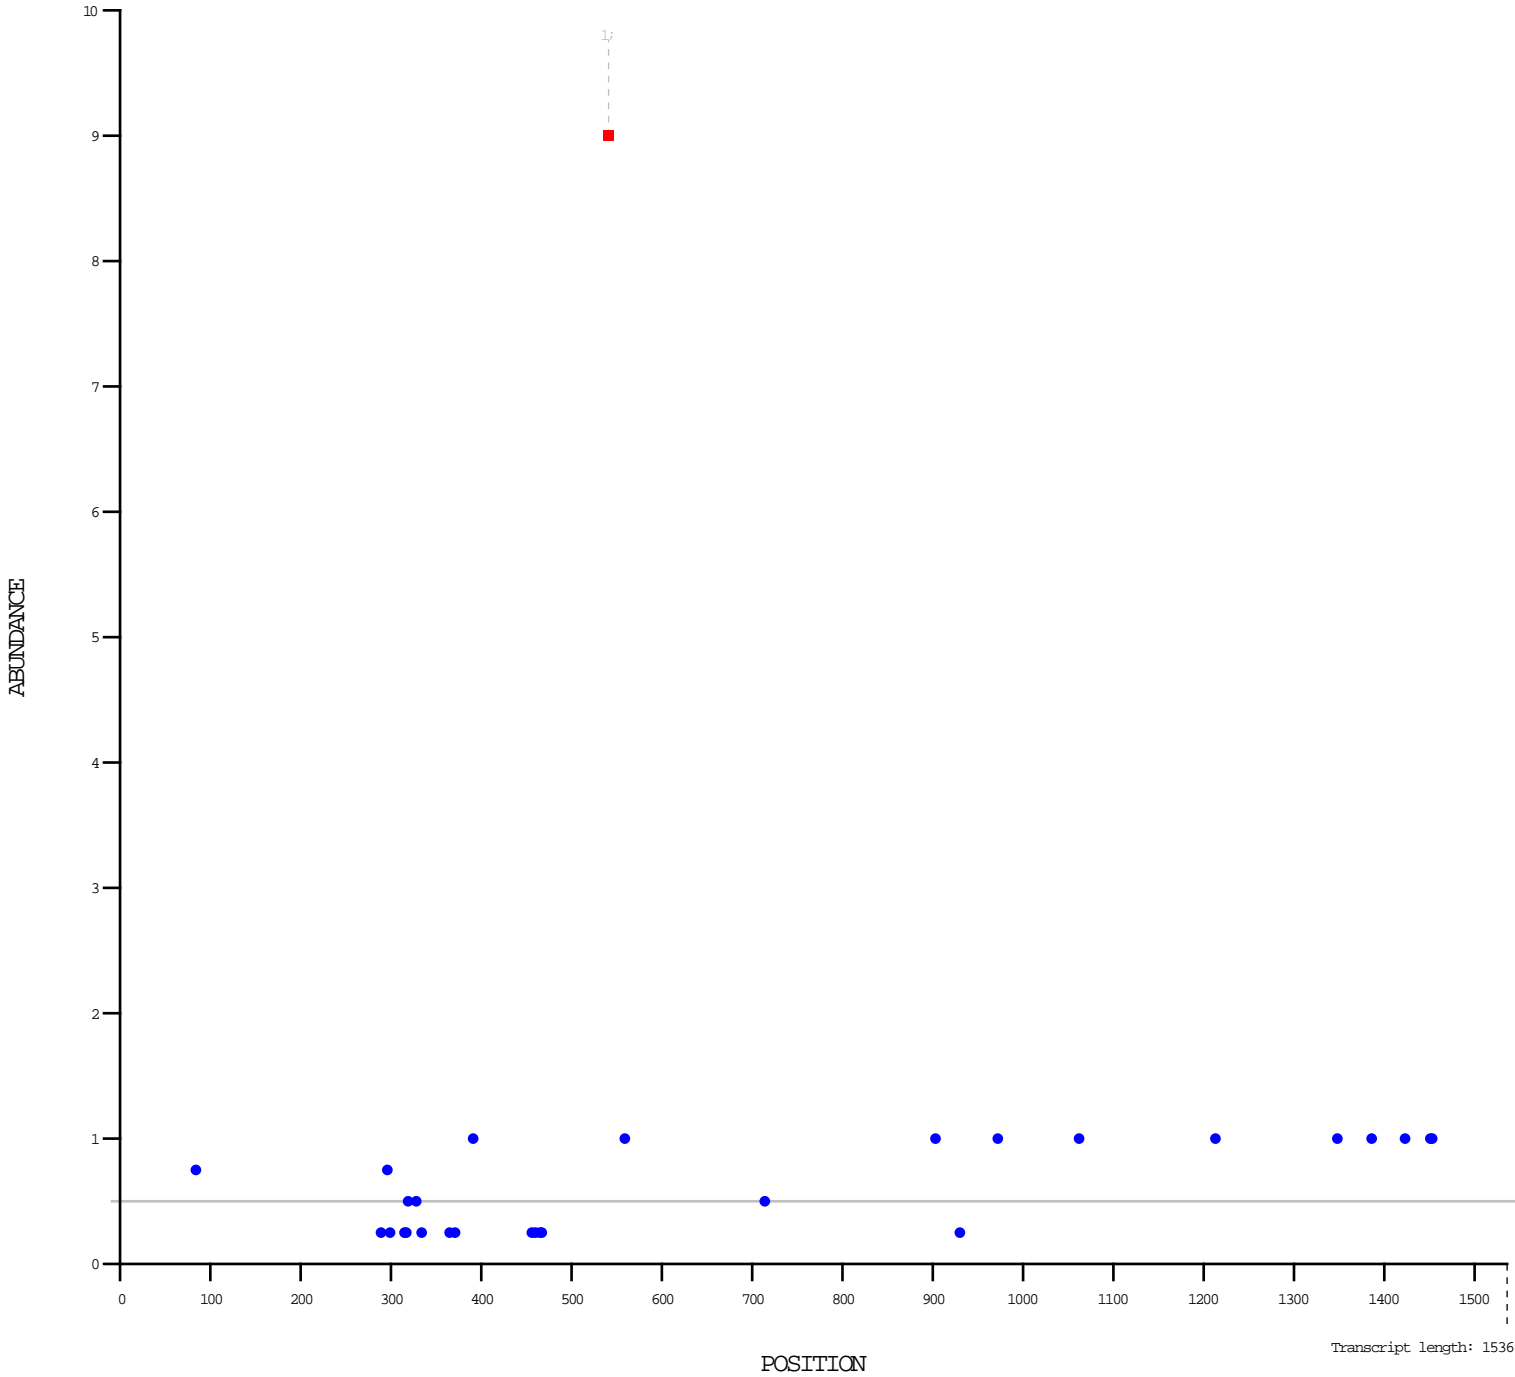

Category: 0 1 2 3 4  
Degradome alignment: ● Median: —

0 #1 Position:541 Abundance: 9.00(deg) 1(sRNA)  
5' TCTTGCCCAACCCCTCCATTC 3' ID:  
3' TAACAGAGGGTTGGGGCCGGTAAGGATGCG 5' p-value: 0.01

orange1.1t02597.1 gene=orange1.1t02597 CDS=515-1654

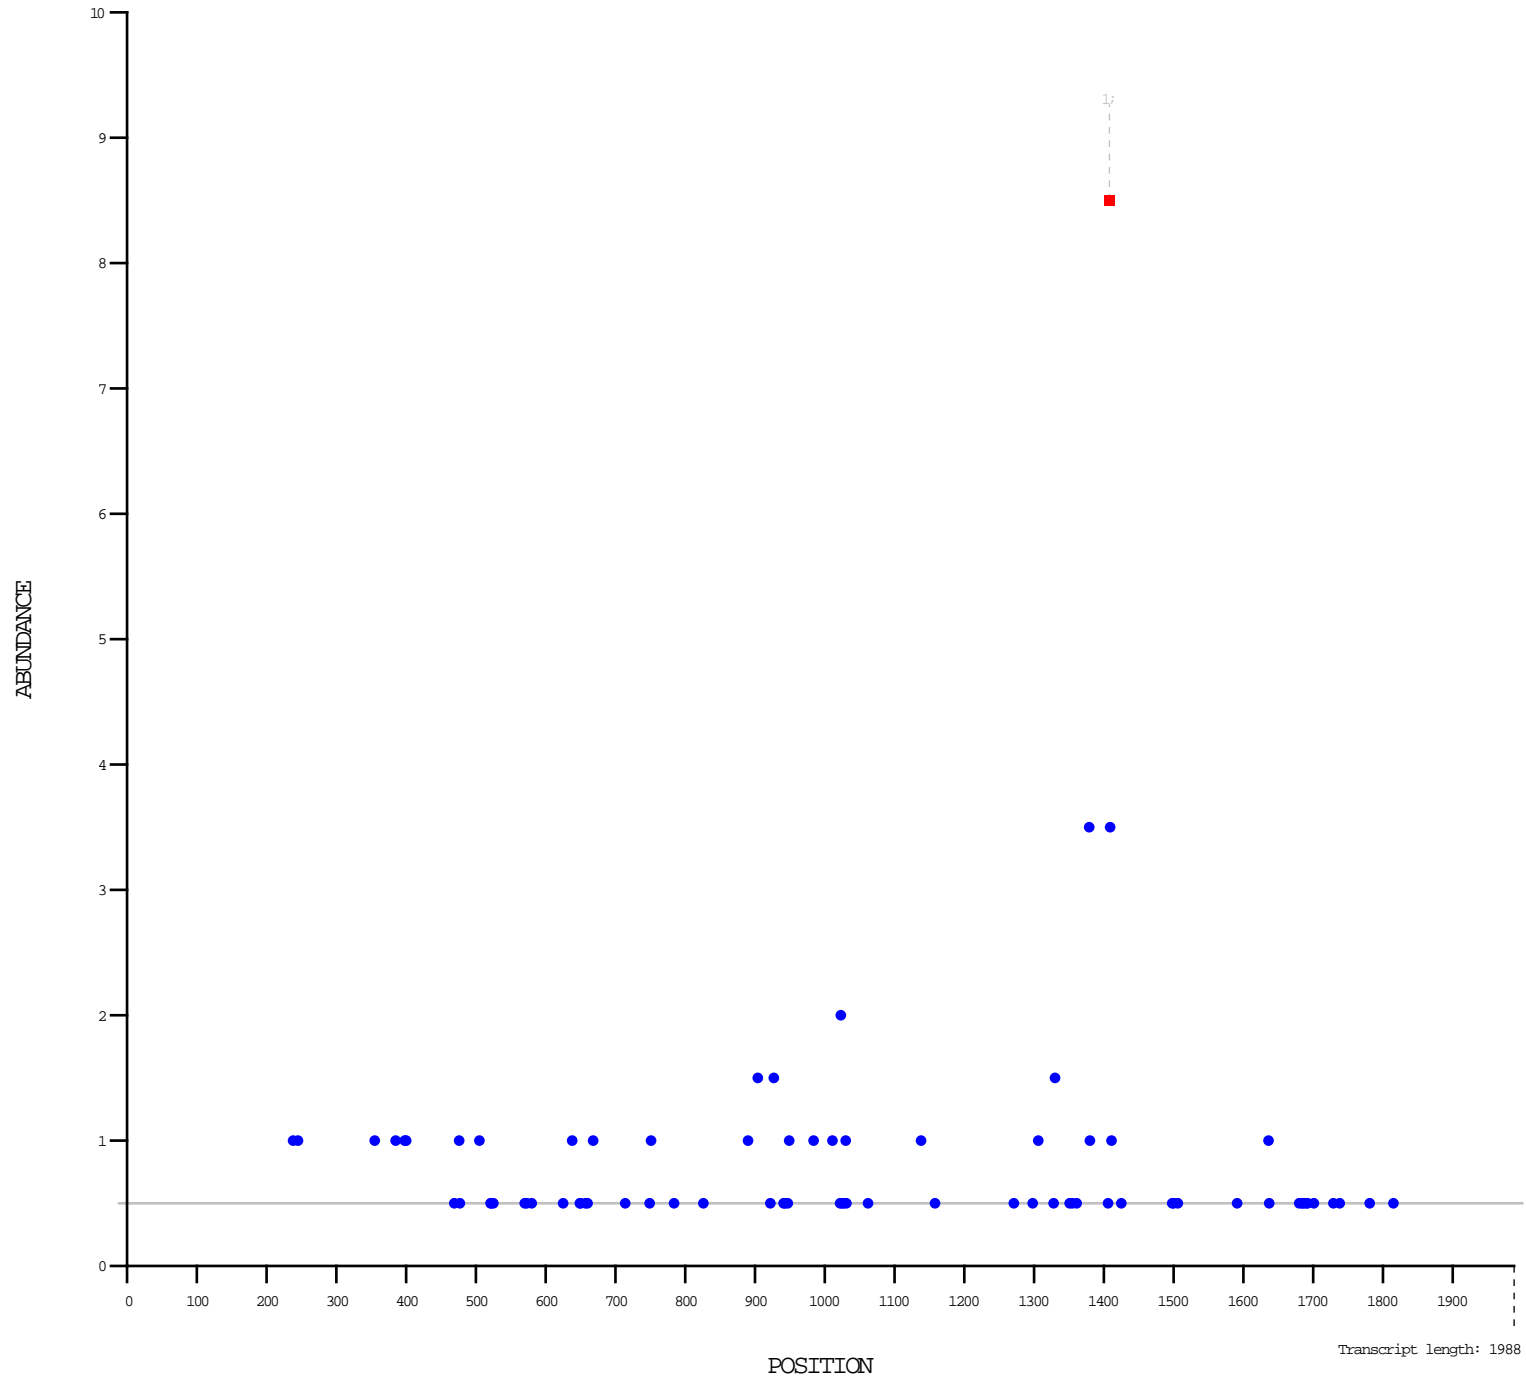

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4  
 Degradome alignment: ● Median: —

**0** #1 Position:1408 Abundance: 8.50(deg) 1(sRNA)  
5' TGACAGAGAGAGTGCAC 3' ID:  
3' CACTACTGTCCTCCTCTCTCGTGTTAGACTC 5' p-value: 0.0

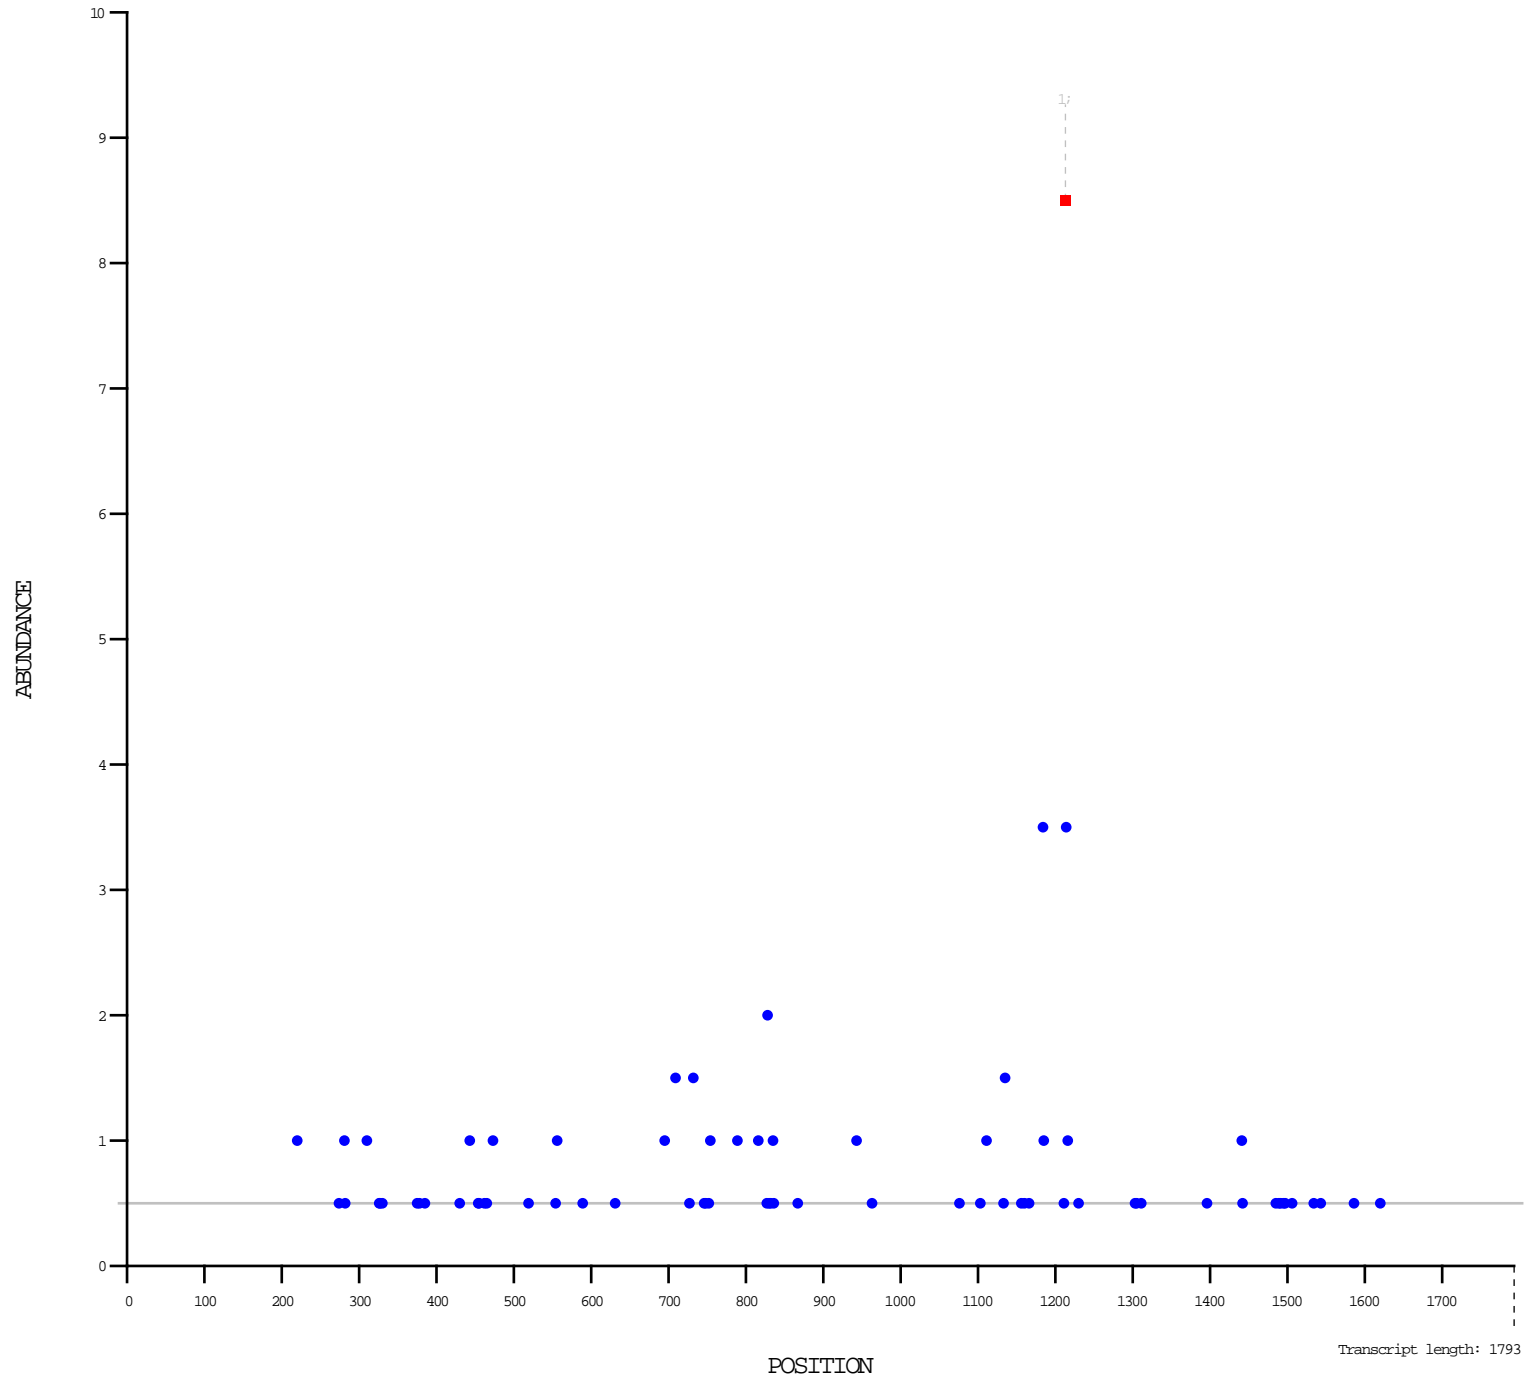

Category: 0 1 2 3 4

Degradome alignment: ● Median: —

■ 0 #1 Position:1213 Abundance: 8.50(deg) 1(sRNA)

5' TGACAGAGAGAGTGGAC 3' ID:

3' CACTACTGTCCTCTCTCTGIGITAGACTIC 5' p-value: 0.0

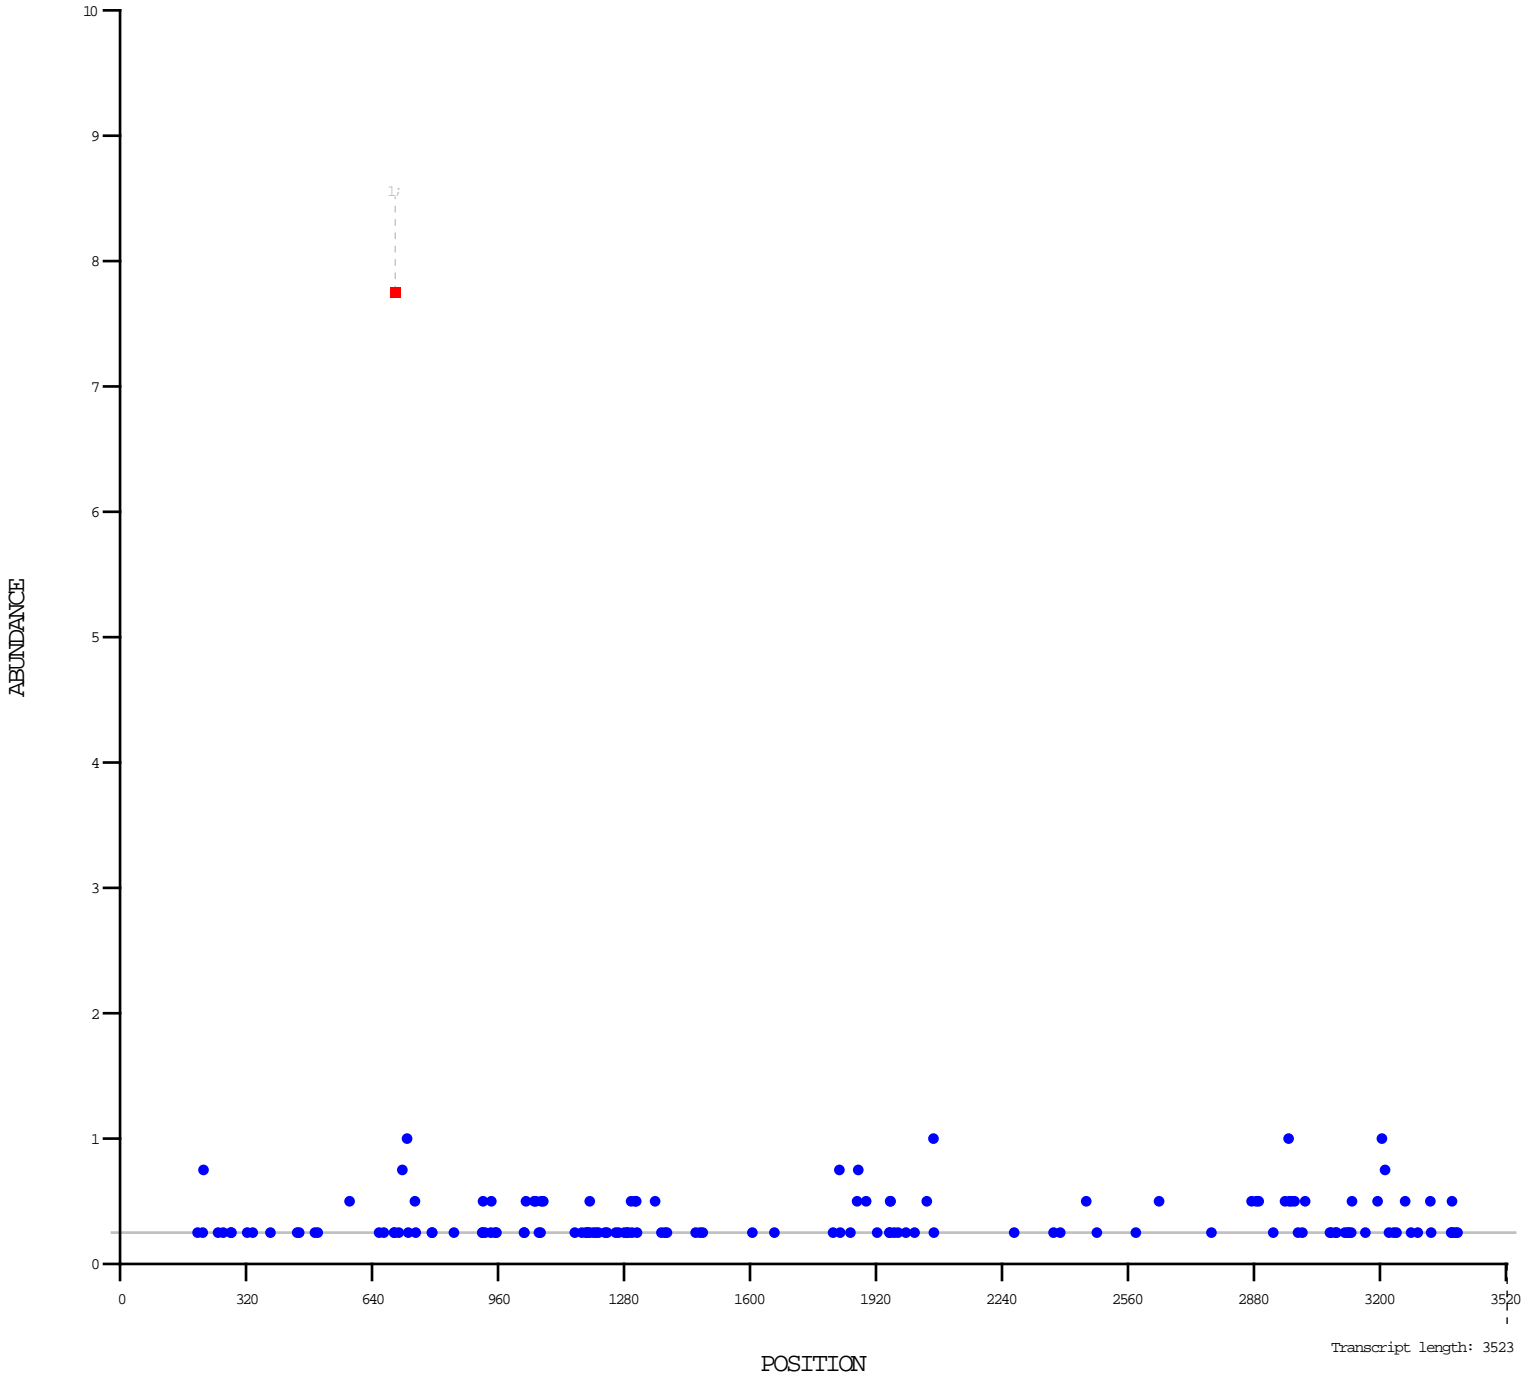

Category: 0 1 2 3 4

Degradome alignment: ● Median: —

■ 0 #1 Position:699 Abundance: 7.75(deg) 1(sRNA)

5' TCTTGCCCAACCCCTCCATTC 3' ID:

3' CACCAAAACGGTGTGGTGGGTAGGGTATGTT 5' p-value: 0.04

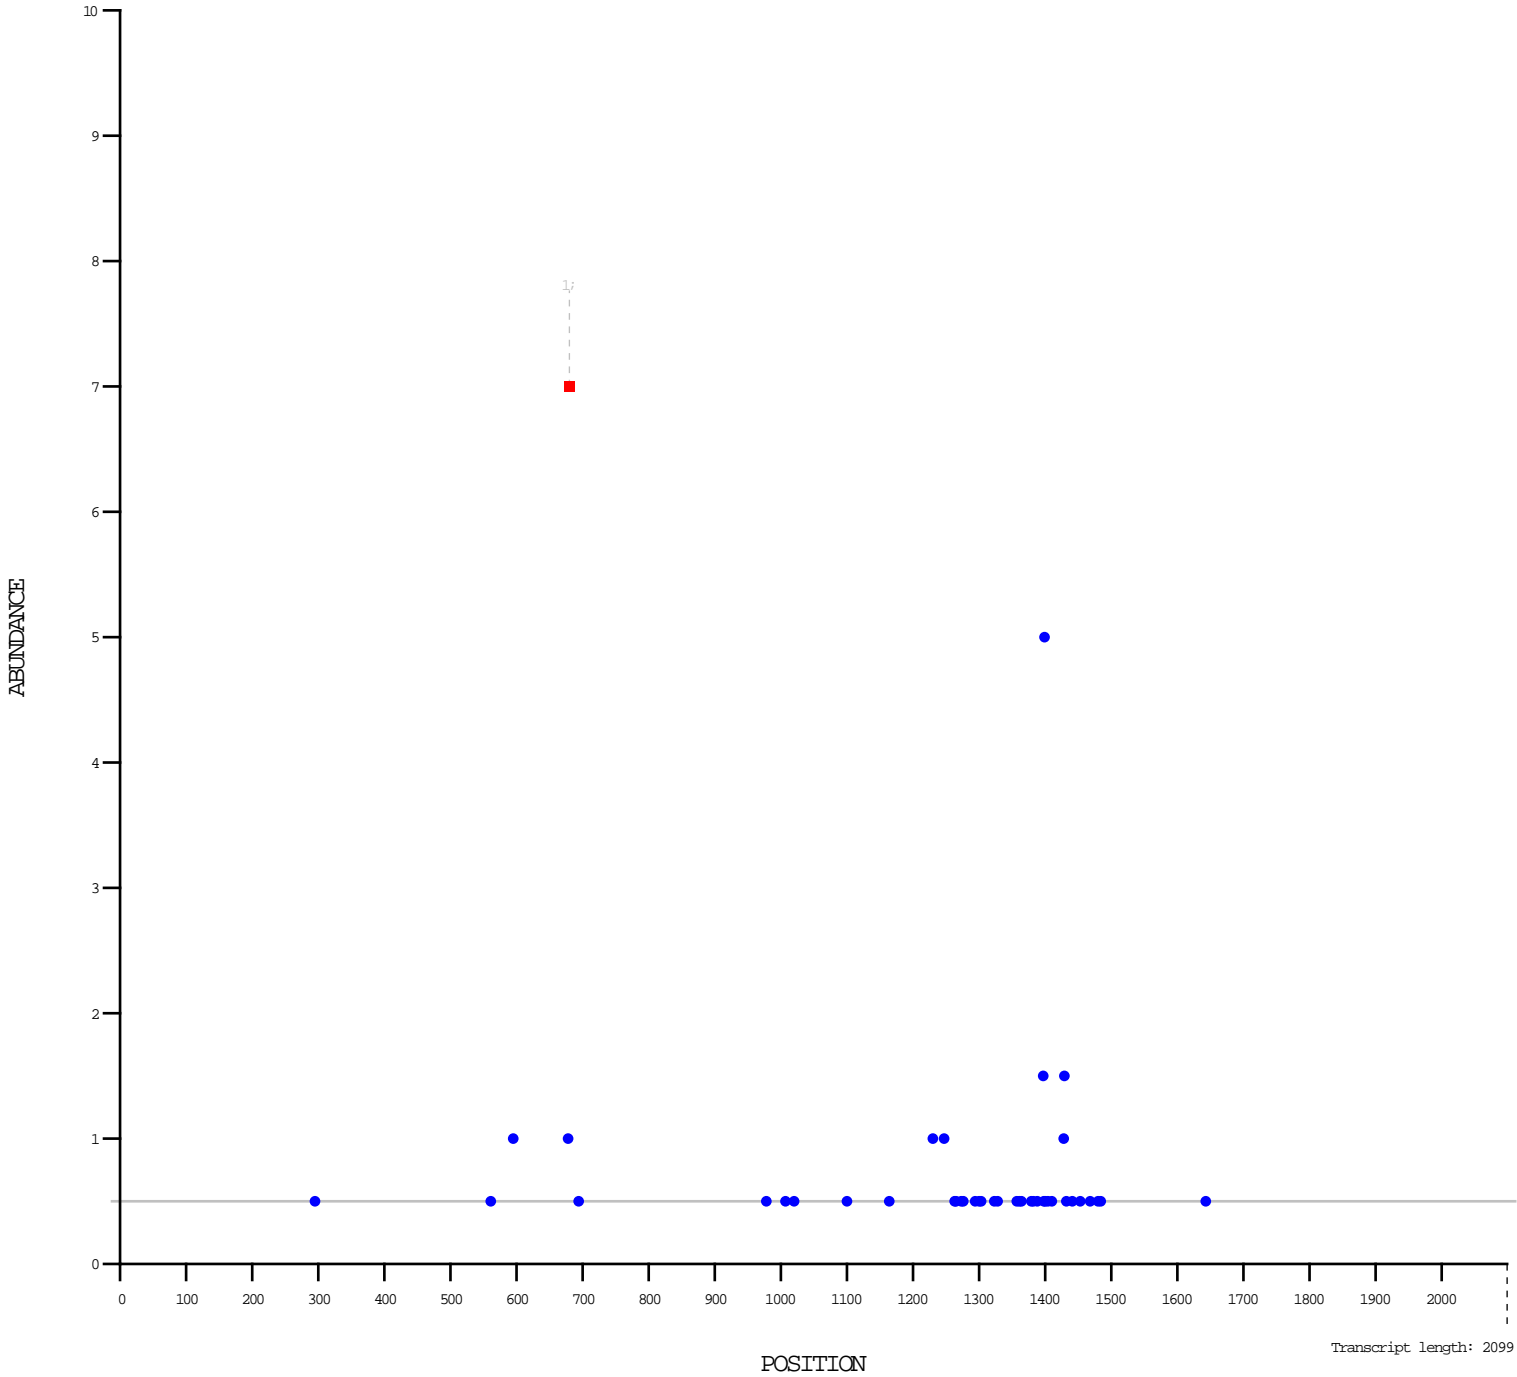

Category: 0 1 2 3 4  
Degradome alignment: Median:  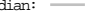

0 #1 Position:680 Abundance: 7.00(deg) 1(sRNA)  
5' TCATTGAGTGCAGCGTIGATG 3' ID:  
3' GAGGAGTAGTACCTGCGCACTACTCAGAGT 5' p-value: 0.0

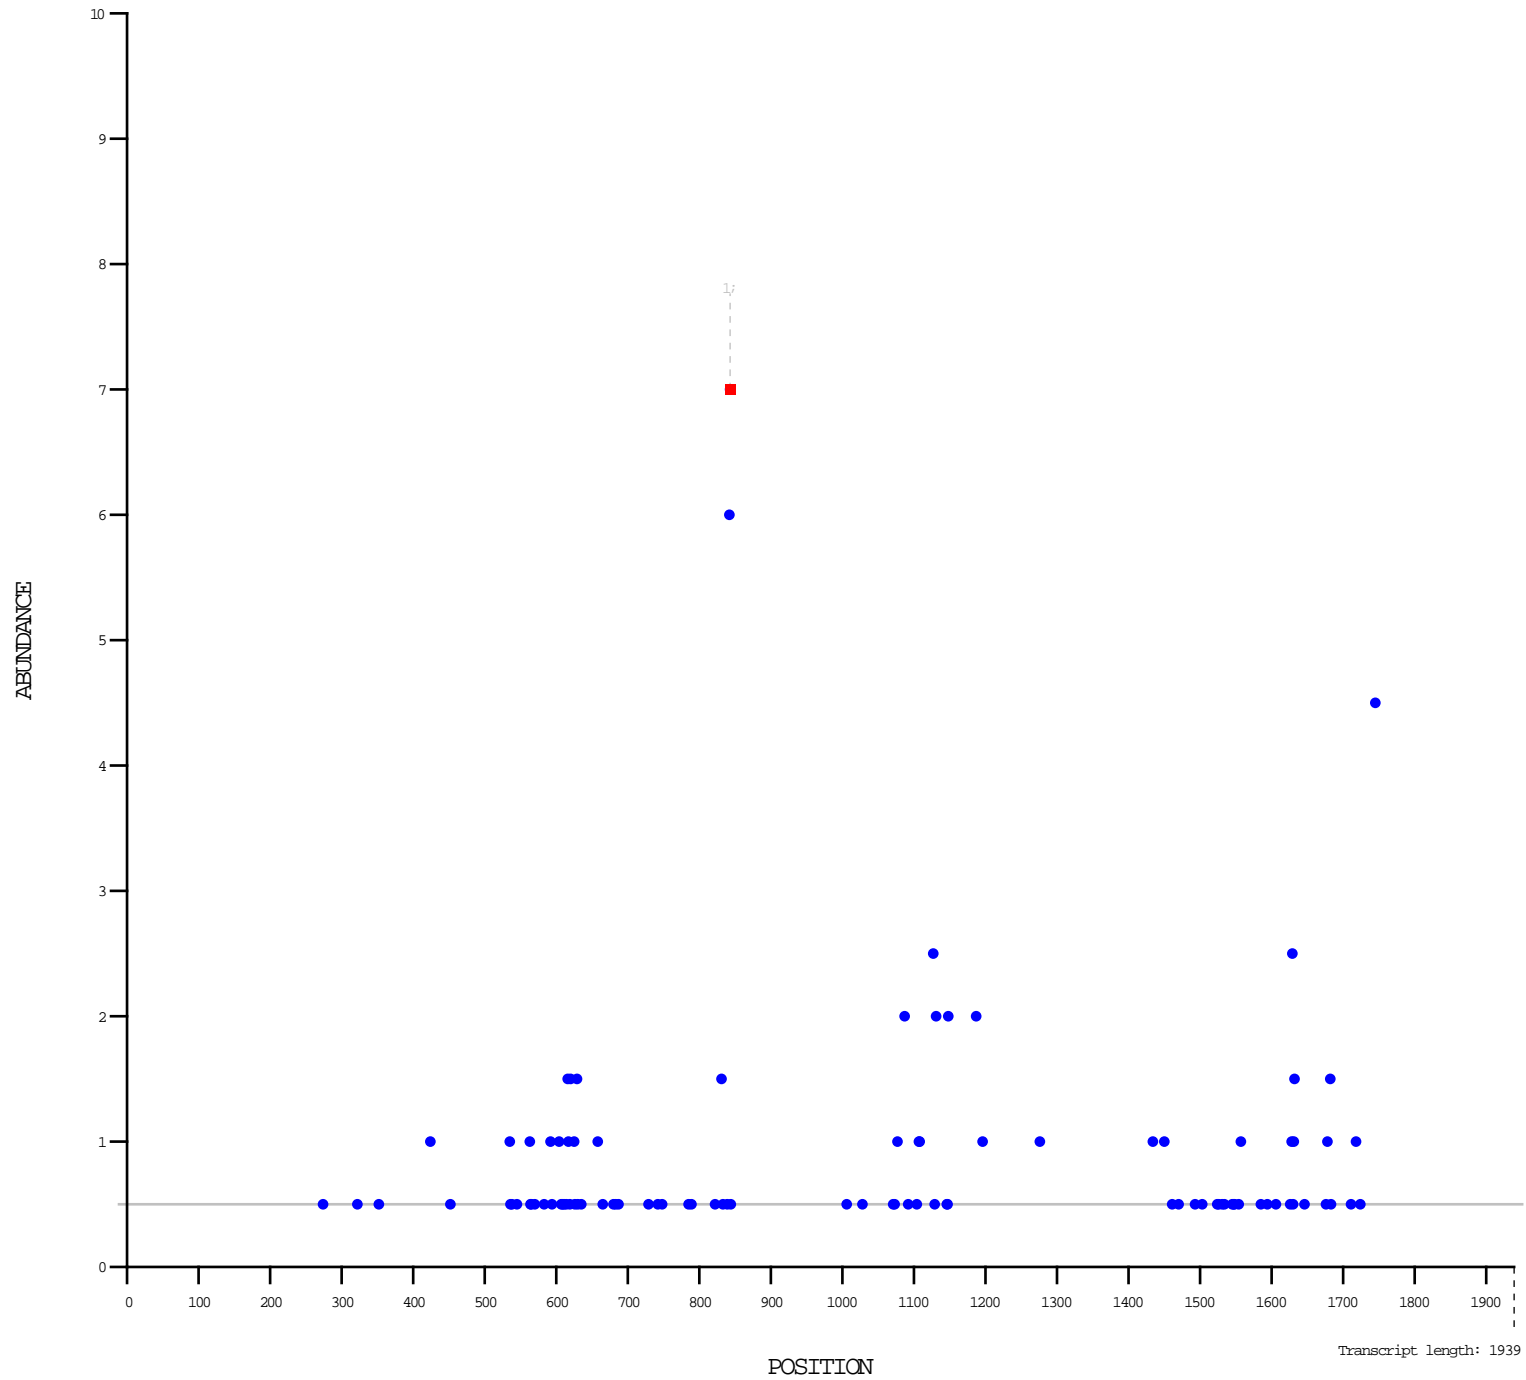

Cs8g19850.1 gene=Cs8g19850 CDS=1-1674

How the deposited data were processed for this re-analysis (not part of the article)

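Transcript levels were measured by RNA-seq in roots of Cj and Pt after 8 weeks at pH 6.5, 8.0 or 9.5, in 18 libraries of 3 biological replicates per group with 3 seedlings in each. The authors mapped clean reads with TopHat2 to the *C. sinensis* genome and calculated FPKM with RSEM, in versions the paper does not state, and found differentially expressed genes with DESeq 1.10.1 on counts. The deposited values are FPKM per gene and library, as the authors made them. The small RNA libraries, the degradome, the hormone measurements and the PCR data were not analysed here. The values were checked against the paper: all 8226 values of the 457 genes in the copy of Table S2 that was used are within 1% of the deposited ones, as are those of Table 1. The column of Table S2 named for read counts follows the FPKM, so it was not used as counts.

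The mapped reads per library by the paper's totals ranged from 19638510 to 32526612. FPKM values carry no count per gene, so no counting interval can be given and precision comes from the replicates. All computations used log2 of FPKM plus 0.5. Genes with at least 1 FPKM in at least 3 of the libraries fitted were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend and robust, no covariates), 2-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The 3 pH comparisons of each rootstock were fitted on its 9 libraries. The comparisons of Cj with Pt at each pH and the interaction of rootstock and pH were fitted on all 18 libraries. A trend is a pass between pH 9.5 and pH 6.5 with the mean at pH 8.0 between the others. Genes were called detected at a mean of at least 0.1 FPKM in a group. Correlations between libraries are Pearson's across genes, with average linkage of 1 minus the correlation for clusters. Data were simulated from the libraries with 200 changed genes, as independent normal values per gene. The test in Cj at pH 9.5 found 41.8%, 80.6% and 95.5% of genes changed by 0.5, 1 and 2 on the log2 scale. Of its calls 8.81% were false, above the threshold of 0.05. The test of the interaction found 13.4%, 68.7% and 81.8%, with 3.54% false. The real tests called far more genes (4344 and 4163), so these shares need not hold for them.

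Gene lists were fixed before the data were examined, from tables of the paper: the groups of Table 1 and its iron, zinc and copper, and aquaporin genes; the KEGG pathways of Tables S4 and S6, kept apart by the rootstock or comparison they were called in; GO terms of Table S7; degradome targets of categories 0 to 2 in Table S10; the PHAS genes of Table S13; and photosynthesis and antenna genes as markers of green tissue. The photosynthesis and antenna genes also come from Tables S4 and S6, over all comparisons, so the study had called them on these libraries. Table 1 prints the mean FPKM of its genes in each group. Its groups, and the iron, zinc and copper, and aquaporin genes picked from it, were thus not chosen without sight of their values. Only complete cells of tables were used, and Tables S2, S3 and S5 were at hand in part. Lists were counted over all genes tested and adjusted over the list alone, and at pH 9.5 in each rootstock they were tested with camera, with the correlation between genes preset to 0.01 and again estimated, adjusted over the lists of 3 or more genes. No list passed with the estimated correlation. Peroxidases and auxin genes within lists were picked by name after the data had been seen.

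Named genes are those whose identifier is in the text, Table 1 or Table S14 of the paper, whose values in its tables had been seen; the 6 named genes with the largest rise and the 6 with the largest fall, among those that passed with groups that do not overlap, for pH 9.5 in each rootstock, for Cj against Pt at each pH and for the interaction at pH 9.5; up to 4 examples per list; and up to 2 genes with no name in each direction. Genes named in other places were picked for their level or direction after the data had been seen. Names outside the paper's text and Table 1 are the best protein matches to other species in its supplementary tables, found for 1480 genes. The alternatives were pseudocounts of 0.1 and 1, no filter on low values, a mean of at least 5 FPKM, an adjusted p under 0.01 with an absolute log2 fold change of at least 1, only the groups compared, all 18 libraries, median-of-ratios scaling, quantile normalization, eBayes without trend or robust, a replicate block and leaving out each replicate, an adjusted p under 0.05 with an absolute log2 fold change of at least 1 (for the counts of changed genes, chosen after seeing the data), and for detection, correlation and trends other thresholds and measures.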

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

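The tests on the photosynthesis genes, that on the genes higher in Pt than in Cj at pH 6.5, and the range of the ratio of 3.32, were chosen only after the result had been seen.

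The response to pH 8.0 differed between Cj and Pt for 2039 genes in a test of the difference itself, and 3963 genes changed in Cj against 466 in Pt, or 2812 against 1436 when fitted on all 18 libraries. A larger spread between the Pt libraries was tested with the Pt to Cj ratio of the mean squared log2 fold change at pH 8.0, formed from products of different replicates so that their noise cancels. The ratio was 0.492, but it ranged from 0.26 to 1.06 with the choice of replicates, so this explanation and a smaller response of Pt cannot be told apart with 3 replicates. The mean squared change at pH 8.0 was 0.803 of that at pH 9.5 in Cj and 0.242 in Pt, a ratio of 3.32 that was above 1 with every choice of replicates (1.33 to 7.71), though not above the 1.5 set beforehand with every choice, which is consistent with more of the pH 9.5 response being present at pH 8.0 in Cj. A difference between the rootstocks in sensitivity or in speed stays open, since all plants were sampled at the same time.

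Of 30 photosynthesis genes, taken as markers of green tissue, 23 rose in Cj and 20 fell in Pt at pH 9.5 compared with pH 6.5. The list holds genes that the study had called on these libraries, so these counts are partly set by that choice. Shoot tissue carried into 1 library as the whole cause is argued against, since the difference of the list mean, 0.438 in Cj and -0.588 in Pt on the log2 scale, was still at least 0.398 and at most -0.491 without any 1 library (95% intervals 0.233 to 0.562 and -0.77 to -0.213). Scaling of the libraries as the whole cause is argued against too, since at least 95% of these calls remained under median-of-ratios scaling and under quantile normalization. Shoot tissue in several libraries, or a green share of the roots that changes with pH in all samples of a group, could give the same values and was not tested. Chlorophyll a-b binding protein 3C, the most abundant member in Cj, was at 1304 and 1648 FPKM at pH 6.5 and 9.5, and the expression of plastid genes by root cells themselves stays open as a biological explanation.

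Between Cj and Pt 11606 to 12229 genes differed at each pH. Loss of Pt reads against the *C. sinensis* genome was tested on genes found in a single rootstock, with at least 1 FPKM in all of its libraries and 0 in all of the other. Of these, 85.7% were at 0 in Pt (239 genes, against 40 at 0 in Cj; exact 95% interval 81% to 89.6%), which suggests that part of the genes absent from Pt were lost in mapping. Through the scaling of FPKM, reads lost for some genes would raise the other Pt genes by 1 common factor. Of the 5841 genes higher in Pt at pH 6.5, however, 31.9% (1863) were at least 2 times as high as in Cj. The median log2 fold change of all genes was 0.0189. These values argue against a common factor as the whole cause for these genes. Effects of mapping that differ from gene to gene, in Pt or in Cj, were not tested and stay open. For genes lower in Pt, loss of reads and biology of the rootstock both stay open.

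Splits of the libraries other than the real one were fitted in the same way. With 3 libraries against 3, 10 splits cannot give a share under 0.05, and in each comparison 1 of the 10 splits, the real one, gave as many genes. The real count and the highest other were 3963 and 1 for Cj at pH 8.0, 4344 and 2 for Cj at pH 9.5 against pH 6.5, 1094 and 2 for Cj at pH 9.5 against pH 8.0, 466 and 145 for Pt at pH 8.0, 4063 and 2 for Pt at pH 9.5 against pH 6.5, and 2520 and 1 for Pt at pH 9.5 against pH 8.0. Between the rootstocks they were 12229 and 2 at pH 6.5, 11606 and 0 at pH 8.0, and 12076 and 1 at pH 9.5. For the difference between the responses, 100 assignments of the labels were used, the real one included. The real count and the highest other were 2039 and 1082 genes at pH 8.0 and 4163 and 1007 at pH 9.5. For the trends they were 3011 and 2044 in Cj and 3144 and 1293 in Pt. In each case only the real assignment gave as many genes, a share under 0.05. For the trends this argues against pH labels that have no tie to expression. For the difference between the responses, new labels break the response to pH in both rootstocks at once. The share there does not test whether Cj and Pt respond alike. Assignments that part the libraries of either rootstock as the real labels do were left out. The share is therefore not an exact p-value. For trends in both rootstocks the counts were 472 against 0 in the same direction and 420 against 0 in opposite directions, but new labels break the trends of both rootstocks at once, so this does not test whether they overlap by chance, and the 105 genes that went up in Cj and down in Pt were as many as the 105 expected if the trends were independent. Why some assignments call many genes was not tested.

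The response to pH 9.5 differed between the rootstocks for 4163 genes. Among genes named in the paper that changed in opposite directions, the difference (Cj minus Pt, log2 scale) was positive for *ZFP1* (2.85), the potassium transporter (2.94), *FRO6* (1.36), *ARR9* (2.26 and 2.76), *ERF110* (3.40), *ARR5* (2.71), *ERF024* (3.04), *CYP79A2* (3.04, 3.23 and 3.35), *PYL4* (2.05), *FIT1* (2.61) and *COPT1* (1.91). It was negative for *LOX3* (-3.30), *DOF1.7* (-3.19), *ERF012* (-2.70), chitin-inducible gibberellin-responsive protein 1 (-2.83), *PP2C 77* (-1.90), *IAA29* (-4.26), *LAC17* (Cs6g06920, -2.03), the binding protein 1D (-3.42), *HRA1* (-2.64), *ERF109* (-4.28), *ZAT12* (-4.03), *ERF5* (-2.44), *WRKY46* (-2.67), *MYC2* (-2.12) and *GBF4* (-2.12).

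Outside these, among genes with a name, the largest positive differences were those of *CYP82C4* (5.78), *Nramp5* (5.71), the nicotianamine synthases (4.62 and 4.57), *ZIP10* (4.20) and Expansin-A1 (4.14). The largest negative ones were those of LOB domain-containing protein 41 (-5.01), XTH23 (-4.90), BON1-associated protein 2 (-4.87), CML19 (-4.81), a 21 kDa seed protein (Cs5g13930, -4.54) and RGA3 (-4.38). Cs3g12020, a gene with no name that was picked out by the size of its rise, had a mean of 18.48 FPKM in Pt at pH 9.5 (18.07 to 18.77 in the 3 libraries) and was listed at 0 in every other library.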

How the results depend on the processing

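The alternatives were chosen before the data were examined, except that of an adjusted p under 0.05 with an absolute log2 fold change of at least 1, which was chosen after seeing the data, and all were run. Of the values of named genes under them, 12002 of 12739 kept their call or lack of one, 638 lost the call, 98 gained one and 1 reversed. A change of sign was counted as a reversal only where the main or the alternative value passed. The 12002 can therefore include changes of sign between values that did not pass. The reversed value was that of *D27* between Cj and Pt at pH 6.5, 0.71 and -0.35 under quantile normalization. Of the counts and correlations that answer a comparison, 320 values under alternatives stayed within 1.5 times the reported count or within the spread and 47 did not. Where a value changed, the cause was not tested, except that a stricter rule leaves fewer genes by construction. FPKM values carry no counts, so what depth limits could not be tested, and genes with at least 1 FPKM in fewer than 3 libraries were not tested.

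At an adjusted p under 0.01 and an absolute log2 fold change of at least 1, the counts in Cj were 406 at pH 8.0 and 546 at pH 9.5 against pH 6.5 and 63 between pH 9.5 and pH 8.0, and in Pt 35, 848 and 413. Between Cj and Pt they were 4772, 4336 and 4670 at pH 6.5, pH 8.0 and pH 9.5, and for the difference between the responses 558 at pH 8.0 and 1380 at pH 9.5. The trends then numbered 460 in Cj and 737 in Pt, 45 of them in the same direction in both and 66 in opposite directions. Without a rule on pH 8.0 the last 2 counts were 827 and 799. Fitted on all 18 libraries, 518 genes changed between pH 9.5 and pH 8.0 in Cj, and 1436 at pH 8.0 against pH 6.5 and 4095 between pH 9.5 and pH 8.0 in Pt. With a replicate block, 255 genes changed between pH 8.0 and pH 6.5 in Pt. The lowest correlation within a group was 0.98587 with a pseudocount of 0.1, 0.97666 over genes with a mean of at least 1 FPKM and 0.98293 by Spearman.

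Leaving out 1 replicate, the count between pH 9.5 and pH 8.0 in Cj ranged from 606 to 1093, lowest without Cj pH 8.0 replicate 2. The count between pH 8.0 and pH 6.5 in Pt ranged from 110 without Pt pH 8.0 replicate 3 to 586 without Pt pH 6.5 replicate 1, and that between pH 9.5 and pH 8.0 in Pt from 1517 without Pt pH 9.5 replicate 2 to 1869. In Cj at pH 9.5 compared with pH 6.5 there were 1841 genes higher and 2503 lower, and under quantile normalization 2722 higher and 2076 lower. Of the 3899 genes called both ways, 0 had the opposite sign. At an adjusted p under 0.05 and an absolute log2 fold change of at least 1, chosen after seeing the data, the counts were 502, 625 and 102 in Cj for pH 8.0 and pH 9.5 against pH 6.5 and pH 9.5 against pH 8.0, and 103, 1127 and 618 in Pt. Between Cj and Pt they were 4972, 4519 and 4850 at pH 6.5, pH 8.0 and pH 9.5, and for the difference between the responses 783 at pH 8.0 and 1721 at pH 9.5.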

Differences from the paper's values

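The paper's text gives an FDR under 0.05 for its differentially expressed genes, while the rows of its Table S5 have an absolute log2 fold change of at least 1 and an FDR under 0.01. The counts below are at an adjusted p under 0.05 with no limit on the fold change. For Cj1 vs. Cj2 the paper's count is 503 and the count here 3963, for Cj1 vs. Cj3 the paper's 681 and here 4344, and for Cj2 vs. Cj3 the paper's 106 and here 1094. For Pt1 vs. Pt2 the paper's count is 98 and the count here 466, for Pt1 vs. Pt3 the paper's 996 and here 4063, and for Pt2 vs. Pt3 the paper's 496 and here 2520. For Pt1 vs. Cj1, Pt2 vs. Cj2 and Pt3 vs. Cj3 the paper's counts are 4831, 4294 and 4742, and the counts here 12229, 11606 and 12076.

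Of the alternatives set before the data were examined, that of an adjusted p under 0.01 with an absolute log2 fold change of at least 1 brings 7 of these 9 comparisons within 1.5 times the paper's count, and in these no other alternative does. The exceptions are Cj2 vs. Cj3, where it gives 63 and none of the 17 alternatives comes within 1.5 times, and Pt1 vs. Pt2, where it gives 35 and leaving out Pt pH 8.0 replicate 3 gives 110, the 1 alternative of 17 within that range. An adjusted p under 0.05 with an absolute log2 fold change of at least 1, an alternative chosen after seeing the values, brings all 9 within 1.5 times, with 502, 625 and 102 in Cj (Cj1 vs. Cj2, Cj1 vs. Cj3 and Cj2 vs. Cj3), 103, 1127 and 618 in Pt in the same order, and 4972, 4519 and 4850 for Pt1 vs. Cj1, Pt2 vs. Cj2 and Pt3 vs. Cj3, and of the 501, 616 and 92 genes that the rows of Table S5 at hand list for the comparisons in Cj it drops 92, 103 and 24. For Pt and for Pt against Cj those rows were not at hand.

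For the trend profiles the paper's counts are 506 (Cj up), 859 (Cj down) and 950 (Pt up), and the counts here 1130, 1881 and 1552. The paper took its profiles from STEM, whereas here a trend was a pass of the test between pH 9.5 and pH 6.5 with the mean at pH 8.0 between the others. None of the 19 alternatives comes within 1.5 times the paper's count for Cj up and none for Cj down, and 10 of 19 do for Pt up: mean FPKM of at least 5 (1342), the replicate block (1358) and leaving out Pt pH 6.5 replicate 1, 2 or 3 (1401, 1168 and 1327), Pt pH 8.0 replicate 2 or 3 (1385 and 1372) or Pt pH 9.5 replicate 1, 2 or 3 (1299, 1161 and 1202). For genes with a common trend the paper's count is 157 and the count here 472, and none of the 28 alternatives comes within 1.5 times, among them 45 under the stricter rule.

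The paper describes Ferritin-1 as upregulated in Cj under alkaline stress, and it changed by -1.22 on the log2 scale at pH 9.5. In Pt it describes *COPT1* as going up, and the change was -1.44 at pH 9.5 and 0.37 at pH 8.0, the latter not passing the test. It describes *FRO2* and *FRO4* as lower at pH 9.5 in Pt, where the values against pH 6.5 were -0.44 and -0.43 and did not pass, while against pH 8.0 both fell. That of *FRO2* passed with eBayes without trend or robust and without Pt pH 6.5 replicate 1 (-0.55), and that of *FRO4* on all 18 libraries and without Pt pH 6.5 replicate 3 (-0.56). It states that *GH3.6* and *GH3.9* went up at pH 9.5 in Cj. *GH3.6* was below the level for a test (0.578 FPKM at pH 6.5, 0.0968 at pH 8.0 and 0.204 at pH 9.5). *GH3.9* had a log2 fold change of -0.10 against pH 6.5 and 0.94 against pH 8.0, neither passing, although the latter passed with no filter on low values and with eBayes without trend or robust. It lists *ZAT11* among transcription factors with increased expression in Cj3 or Pt3, and against pH 6.5 the gene had a log2 fold change of -1.03 in Cj, not passing on all 18 libraries, and -2.59 in Pt. In Cj its value against pH 8.0 was 0.83, which passed only without Cj pH 9.5 replicate 1 (1.10), and that of Cj against Pt at pH 9.5 was 0.16, not passing.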

Other observations

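CML19 (Cs5g07160), a calcium-binding protein, fell in Cj from 43.3 ± 2.63 to 4.73 ± 1.21 FPKM between pH 6.5 and pH 9.5 (mean ± SD, n = 3) and rose in Pt from 10.8 ± 3.42 to 35.5 ± 5.47. CML37 (orange1.1t04034) changed by -2.40 in Cj and 1.15 in Pt, and the allergen Ole e 8 (Cs6g17590) by -1.47 and 0.91. The immune regulator EDS1 (orange1.1t03802) rose in Pt by 1.64 and fell in Cj by -1.05. Of the plant-pathogen list from Cj, 2 of 14 tested genes rose and 10 fell (3 and 10 when adjusted over the list alone) in Cj (adjusted p = 0.00254 from camera with the preset correlation, adjusted p = 0.185 with an estimated correlation), and 6 of 11 tested genes rose and none fell (7 and 1 when adjusted over the list alone) in Pt (adjusted p = 0.0128 from camera with the preset correlation, adjusted p = 0.379 with an estimated correlation). The list from Pt had 11 of 21 tested genes that rose and 7 that fell (11 and 8 when adjusted over the list alone) in Pt and 2 of 21 tested genes that rose and 8 that fell (3 and 8 when adjusted over the list alone) in Cj. For nitrogen metabolism, *NRT2.6* rose in Pt as well (log2 fold change 2.50), while *NRT2.4* (Cs8g16010) rose in Cj by 1.25 and fell in Pt by -0.68, a call that ended without Pt pH 6.5 replicate 3 (log2 fold change -0.85 to -0.57 over the alternatives). With a pseudocount of 0.1 the values in Pt were 4.45 for *NRT2.6* and 2.53 for EDS1. In Cj 3 of 3 tested genes rose and none fell (3 and none when adjusted over the list alone) of the list from Cj (adjusted p = 0.00129 from camera with the preset correlation, adjusted p = 0.165 with an estimated correlation), 4 of 4 tested genes rose and none fell (4 and none when adjusted over the list alone) of that from Pt (adjusted p = 4.3e-04 from camera with the preset correlation, adjusted p = 0.181 with an estimated correlation), and 4 of 8 tested genes rose and none fell (4 and none when adjusted over the list alone) of that from the comparison of Pt and Cj, and 23 of 30 photosynthesis genes, markers of green tissue, rose in Cj as well. In Pt 2 of 3 tested genes rose and 1 fell (2 and 1 when adjusted over the list alone) of the first, 2 of 5 tested genes rose and 3 fell (2 and 3 when adjusted over the list alone) of the second and 4 of 9 tested genes rose and 3 fell (4 and 3 when adjusted over the list alone) of the third.

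Galactinol synthase 2 (Cs3g15460), which makes the donor of the raffinose family sugars, fell in Cj from 55.5 ± 6.84 to 10.5 ± 1.60 FPKM and had a log2 fold change of -0.49 in Pt, which did not pass the test, and stachyose synthase (orange1.1t01707) changed by -1.19 in Cj and -1.35 in Pt. Of the galactose list from Cj, 2 of 9 tested genes rose and 6 fell (2 and 7 when adjusted over the list alone) in Cj (adjusted p = 0.00254 from camera with the preset correlation, adjusted p = 0.165 with an estimated correlation) and none of 9 tested genes rose and 6 fell (none and 6 when adjusted over the list alone) in Pt (adjusted p = 0.00277 from camera with the preset correlation, adjusted p = 0.424 with an estimated correlation). Of that from Pt, 2 of 9 tested genes rose and 5 fell (2 and 6 when adjusted over the list alone) in Cj and 2 of 11 tested genes rose and 8 fell (2 and 8 when adjusted over the list alone) in Pt, and of that from the comparison of Pt and Cj, 6 of 18 tested genes rose and 6 fell (6 and 6 when adjusted over the list alone) in Cj and 4 of 21 tested genes rose and 5 fell (4 and 5 when adjusted over the list alone) in Pt. Pectinesterase 25 (Cs3g06900) changed by -2.71 in Pt and Pectinesterase 12 (Cs4g06690) by -1.21, which rose in Cj by 1.12. Expansin-like B1 (Cs7g22280) rose in Cj by 1.41. Of the cell wall modification list from Cj, 6 of 13 tested genes rose and 3 fell (7 and 3 when adjusted over the list alone) in Cj and none of 12 tested genes rose and 7 fell (1 and 7 when adjusted over the list alone) in Pt (adjusted p = 5.7e-04 from camera with the preset correlation, adjusted p = 0.379 with an estimated correlation). Of 30 photosynthesis genes, markers of green tissue, 20 fell in Pt and 23 rose in Cj in the same comparisons. In the ribosome list from Cj, 2 of 3 tested genes rose and none fell (2 and none when adjusted over the list alone) in Cj and none of 1 tested genes rose and none fell (none and 1 when adjusted over the list alone) in Pt. For the list from Pt, 2 of 2 tested genes rose and none fell (2 and none when adjusted over the list alone) in Pt and 1 of 3 tested genes rose and none fell (1 and none when adjusted over the list alone) in Cj. In the list from the comparison of Pt and Cj, 2 of 44 tested genes rose and 4 fell (1 and 2 when adjusted over the list alone) in Cj and none of 40 tested genes rose and 3 fell (none and none when adjusted over the list alone) in Pt (adjusted p = 0.0408 from camera with the preset correlation, adjusted p = 0.719 with an estimated correlation). Lists from the rootstock's own calls, or from the comparison, were made by the study on the libraries tested.

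The paper gives targets of miRNAs from its degradome, a list made without the values used here. Among targets of csi-miR398, *SOD1* fell in both rootstocks, and none of 6 tested genes rose and 3 fell (none and 3 when adjusted over the list alone) in Cj and 1 of 6 tested genes rose and 3 fell (1 and 3 when adjusted over the list alone) in Pt. *LAC17* (Cs6g06920), a laccase and a target of csi-miR397, fell by -0.92 in Cj and rose by 1.10 in Pt, while of all csi-miR397 targets 2 of 9 tested genes rose and 3 fell (2 and 4 when adjusted over the list alone) in Cj and 1 of 11 tested genes rose and 2 fell (1 and 2 when adjusted over the list alone) in Pt. RPP13-like protein 4 (Cs1g24520) fell by -1.02 in Cj and rose by 0.79 in Pt. Of all degradome targets, 20 of 117 tested genes rose and 22 fell (23 and 24 when adjusted over the list alone) in Cj and 15 of 111 tested genes rose and 20 fell (17 and 24 when adjusted over the list alone) in Pt. For the MIR482 family, 4 of 24 tested genes rose and 3 fell (4 and 4 when adjusted over the list alone) in Cj and 6 of 20 tested genes rose and none fell (6 and none when adjusted over the list alone) in Pt (adjusted p = 0.0408 from camera with the preset correlation, adjusted p = 0.548 with an estimated correlation). For csi-miR396b and csi-miRN20, 1 of 10 tested genes rose and none fell (none and none when adjusted over the list alone) in Cj and 1 of 10 tested genes rose and 4 fell (1 and 4 when adjusted over the list alone) in Pt. For csi-miR393a, 1 of 2 tested genes rose and 1 fell (1 and 1 when adjusted over the list alone) in Cj and none of 2 tested genes rose and none fell (none and none when adjusted over the list alone) in Pt, and for csi-miRN43/45, 1 of 4 tested genes rose and none fell (1 and none when adjusted over the list alone) in Cj and none of 4 tested genes rose and none fell (none and none when adjusted over the list alone) in Pt. Of the PHAS genes, from which phased small RNAs are made, 5 of 16 tested genes rose and 3 fell (6 and 4 when adjusted over the list alone) in Cj and 4 of 14 tested genes rose and none fell (4 and none when adjusted over the list alone) in Pt (adjusted p = 0.0408 from camera with the preset correlation, adjusted p = 0.564 with an estimated correlation).

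The circadian list from the comparison of Pt and Cj had 2 of 8 tested genes that rose and none that fell (2 and none when adjusted over the list alone) in Cj at pH 9.5 and 1 of 8 tested genes that rose and 2 that fell (1 and 2 when adjusted over the list alone) in Pt, and the flavonoid list 3 of 19 tested genes that rose and 5 that fell (3 and 6 when adjusted over the list alone) in Cj and 5 of 18 tested genes that rose and 3 that fell (5 and 4 when adjusted over the list alone) in Pt.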
